# Comparative Analysis of miRNAs and Their Target Transcripts between a Spontaneous Late-Ripening Sweet Orange Mutant and Its Wild-Type Using Small RNA and Degradome Sequencing

**DOI:** 10.3389/fpls.2016.01416

**Published:** 2016-09-21

**Authors:** Juxun Wu, Saisai Zheng, Guizhi Feng, Hualin Yi

**Keywords:** citrus, fruit ripening, miRNA, small RNA sequencing, degradome sequencing

## Abstract

Fruit ripening in citrus is not well-understood at the molecular level. Knowledge of the regulatory mechanism of citrus fruit ripening at the post-transcriptional level in particular is lacking. Here, we comparatively analyzed the miRNAs and their target genes in a spontaneous late-ripening mutant, “Fengwan” sweet orange (MT) (*Citrus sinensis* L. Osbeck), and its wild-type counterpart (“Fengjie 72-1,” WT). Using high-throughput sequencing of small RNAs and RNA degradome tags, we identified 107 known and 21 novel miRNAs, as well as 225 target genes. A total of 24 miRNAs (16 known miRNAs and 8 novel miRNAs) were shown to be differentially expressed between MT and WT. The expression pattern of several key miRNAs and their target genes during citrus fruit development and ripening stages was examined. Csi-miR156k, csi-miR159, and csi-miR166d suppressed specific transcription factors (*GAMYBs, SPLs*, and *ATHBs*) that are supposed to be important regulators involved in citrus fruit development and ripening. In the present study, miRNA-mediated silencing of target genes was found under complicated and sensitive regulation in citrus fruit. The identification of miRNAs and their target genes provide new clues for future investigation of mechanisms that regulate citrus fruit ripening.

## Introduction

Citrus is one of the most widely grown fruit tree crops in the world, with a high economic value. The maturity time of citrus fruits varies among different varieties. The ripening stage is accompanied by the synthesis of numerous proteins and the transcription of many genes. Carotenoids, sugars, and other soluble compounds accumulate; organic acid contents and chlorophyll are reduced; the cell wall is extensively modified; and the concentration of a number of volatiles increases (Katz et al., 2011; Yu et al., 2012). The elucidation of citrus fruit ripening regulatory pathways and networks is important for the improvement of citrus varieties.

MicroRNAs (miRNAs), which are typically 20–24 nucleotides (nt) in length, represent an important class of regulatory molecules found in plants and animals. Derived from stem loop hairpin primary miRNA transcripts (pri-miRNAs), miRNAs negatively regulate target genes through homology-directed cleavage or translation inhibition of mRNAs (Bartel, 2004; Mallory and Vaucheret, 2006). The cleavage of target genes by some 22 nt miRNAs, which are generated from perfect duplexes comprising a 22 nt miRNA and a 22 nt miRNA^*^ by DCL2, can trigger the biogenesis of another class of sRNAs (Chen et al., 2010); an RNA-dependent RNA polymerase (RDR6) is recruited to convert an upstream or downstream cleaved fragment into double-stranded RNA that is subsequently cleaved by DICER-LIKE 4 into 21 nt sRNAs (Axtell et al., 2006; Allen and Howell, 2010). These sRNAs are named phased secondary small interfering RNAs (phasiRNA), some of which function in *trans* (*trans*-acting siRNA, tasiRNA) or *cis* (Fei et al., 2013). In dicots, phasiRNAs have been found to be generated from large and conserved gene families and presumably to regulate large and conserved gene families, including those encoding nucleotide binding leucine-rich repeat proteins (NB-LRR genes), MYB transcription factors and pentatricopeptide repeat proteins (PPR genes; Fei et al., 2013; Xia et al., 2015a,b).

miRNAs are important regulators in transcriptional and post-transcriptional silencing of genes in plant development (Debat and Ducasse, 2014). During the past decade, many miRNAs have been shown to play an important role in regulating development and ripening of fruit (Moxon et al., 2008; Zuo et al., 2012, 2013; Liu Y. et al., 2014; Bi et al., 2015; Chen et al., 2015). For example, over-expression of an *AtMIR156b* precursor generated abnormal flower and fruit morphologies in tomato (Silva et al., 2014). miR156 and miR172 coordinately regulate the transition from the juvenile to the adult phase of shoot development in plants, and miR156/157 and miR172 affect the ripening process of tomatoes by regulating the known ripening regulators *CNR* and *SlAP2a* (Chen et al., 2015). miR159 was shown to be involved in strawberry fruit ripening by regulating *FaGAMYB* which plays a central role in the transition of the strawberry receptacle from development to ripening (Csukasi et al., 2012; Vallarino et al., 2015).

In citrus, many miRNAs have been identified in different tissues, such as the leaf, flower, fruit, and callus (Xu et al., 2010; Zhang et al., 2012; Liu Y. et al., 2014; Wu et al., 2015). However, the miRNAs involved in the citrus fruit ripening process remain largely unknown. To gain a better understanding the role of miRNAs in citrus fruit ripening, small RNA and degradome sequencing were combined to identify miRNAs and their target genes in “Fengjie 72-1” navel orange and its spontaneous late-ripening mutant “Fengwan.” In our previous study (Wu et al., 2014b), the physiological changes (including sucrose, fructose, glucose, citric acid, quinic acid, malic acid, and abscisic acid) of fruits were different between “Fengjie 72-1” and “Fengwan” during fruit ripening. And the 170 DAF (days after flowering) stage was found to be the turning point at which the fruit of “Fengwan” diverged in its development from that of the wild type. In this study, the differentially expressed miRNAs between “Fengjie 72-1” and “Fengwan” were comparatively analyzed, and the role of miRNAs in the regulation of fruit ripening was also explored, contributing to the regulatory network of citrus fruit ripening.

## Materials and methods

### Plant materials and illumina sequencing

The “Fengjie 72-1” navel orange (*Citrus sinensis* L. Osbeck) (WT) and its spontaneous late-ripening mutant “Fengwan” (MT) were cultivated in the same orchard located in Fengjie, Chongqing City, China (N31°03′35′, E109°35′25′). Fruit samples of WT and MT used in sRNAome and degradome sequencing were collected at 170 days after flowering (DAF) in 2013. The pulps of fruit samples (from six trees, three trees represented one biological replicate) of WT and MT were used for sRNAome sequencing, respectively. And the pulps of fruit samples from WT and MT were mixed as a pool for degradome sequencing. To detect the expression pattern of key miRNAs and target genes in fruit development, the fruit samples (from nine trees, three trees represented one biological replicate) were collected in 2015 at different developmental stages, including 50 DAF, 80 DAF, 120 DAF, 155 DAF, 180 DAF, and 220 DAF. Fruit samples were separated into peel and pulp after collection. Pulp was used in all analyses in this study. All samples were frozen in liquid nitrogen immediately after collection and kept at −80°C until use. Total RNA was extracted according to Xu et al. (2010). Four small RNA libraries (MT_bio1, MT_bio2, WT_bio1, and WT_bio2) and one degradome library (uniform mixture of total RNA extracted from WT and MT) were constructed (Addo-Quaye et al., 2008; Hafner et al., 2008) and sequenced using an Illumina HiSeq™2000 at Beijing Genomics Institute (BGI; Shenzhen, China). The sequencing data were deposited at NCBI Gene Expression Omnibus (GEO) under the accession number GSE84191.

### Deep sequencing data analysis

The raw reads of small RNA libraries were pre-processed to remove low-quality reads, adaptors and contaminants to obtain clean reads. The clean reads were used to search GenBank and the Rfam 11.0 database (http://rfam.sanger.ac.uk/) to annotate rRNAs, tRNAs, snRNAs, and snoRNAs. Reads matching repeat sequences, reads matching the exon and intron of genome sequence of *C. sinensis* (http://citrus.hzau.edu.cn/; Xu et al., 2013) and reads matching the known miRNAs of all plants in the miRBase 20.0 database were also annotated. Based on the following priority rule: rRNAetc (in which Genbank > Rfam) > known miRNA > repeat > exon > intron (Calabrese et al., 2007), each small RNA was reannotated to obtain a unique category that is summarized in Table 1. The reads in the miRNA category were used to identify the known/conserved miRNAs based on the criteria of a previous publication (Meyers et al., 2008). The unannotated reads (unann category) were used to predict novel/unconserved miRNAs.

**Table 1:** **Data set summary of the sequencing of four (MT_bio1, MT_bio2, WT_bio1, and WT_bio2) small RNA and one degradome libraries**.

		**Unique reads**				**Total reads**			
	**Category**	**MT**		**WT**		**MT**		**WT**	
		**bio1**	**bio2**	**bio1**	**bio2**	**bio1**	**bio2**	**bio1**	**bio2**
Small RNA data	Clean reads	9,503,927	8,755,251	8,247,653	7,105,581	34,248,996	31,898,997	30,815,849	23,377,054
	Match genome	5,220,473 (54.93%)	4,813,413 (54.98%)	4,432,917 (53.75%)	3,640,580 (51.24%)	20,653,753 (60.3%)	18,950,663 (59.41%)	16,724,660 (54.27%)	11,820,593 (50.56%)
	miRNA	39,836 (0.42%)	38,104 (0.44%)	37,762 (0.46%)	34,132 (0.48%)	967,988 (2.83%)	907,006 (2.84%)	730,625 (2.37%)	615,550 (2.63%)
	Match GenBank/Rfam	83,655 (0.88%)	85,614 (0.98%)	99,252 (1.2%)	67,674 (0.96%)	2,526,031 (7.37%)	2,650,732 (8.31%)	3,446,923 (11.18%)	1,438,855 (6.15%)
	unann	8,516,707 (89.61%)	7,823,090 (89.35%)	7,359,189 (89.23%)	6,386,719 (89.88%)	25,532,148 (74.55%)	23,631,892 (74.08%)	22,816,778 (74.04%)	18,379,048 (78.62%)
Degradome data	Clean reads	4,443,212				33,690,279			
	Match genome	3,210,105(72.25%)				232,62,347 (69.05%)			
	Match cDNA_sense	3,045,152 (68.53%)				20,441,974 (60.68%)			
	Match cDNA_antisense	34,079 (0.77%)				230,844 (0.69%)			
	Match GenBank/Rfam	13,558 (0.3%)				199,304 (0.59%)			
	polyN	10,019 (0.23%)				41,269 (0.12%)			
	unann	1,340,404 (30.17%)				12,776,888 (37.92%)			

The raw data of the degradome was trimmed by pre-analysis similar to the sRNAome raw data to obtain clean reads. The GenBank and Rfam 11.0 databases were used to annotate the clean reads to remove rRNAs, snoRNAs, snRNAs, and tRNAs. The reads with a single base over 70% in the sequences were identified as poly N. Then, the reads were reannotated according to the Rfam > GeneBank > poly N rule. The remaining unannotated sequences were mapped to the reference genes (cDNA) of the *C. sinensis* genome (Xu et al., 2013) by SOAP2 (Li et al., 2009). The reads mapped to cDNA_sense were used to predict cleavage sites by PAREsnip (version 2.3; Folkes et al., 2012). The cleaved target transcripts were categorized into five classes based on the abundance of degradome reads indicative of miRNA-mediated cleavage. Category 0 comprised the sequences whose abundance at the cleavage site was the only maximum on the transcript; in category 1, the reads abundance at the cleavage site was the maximum but not unique; category 2 consisted of sequences whose abundance at the cleavage site was higher than the median but not the maximum; category 3 included sequences whose abundance at the cleavage site was equal to or below the median; the remaining sequences, which were the only raw reads at the cleavage site, were classified as category 4. When the alignment score was no more than 4.5, the transcripts were considered as miRNA targets. The alignment score was calculated by the Rule-Based Complementarity Search algorithm (Folkes et al., 2012). The T-Plot figures were generated by VisSR (version 1.0).

### Identification of known miRNAs and prediction of novel miRNAs

The software tag2miRNA (developed by BGI) was used to identify known miRNAs. We take full account of miRNA conservation. The steps are as following: first, considering the difference among species, align clean reads to the miRNA precursor/mature miRNA of all plants in the miRBase allowing two mismatches and three gaps; second, choose the highest expression miRNA for each mature miRNA family which is regarded as a temporary miRNA database; third, align clean reads to the above temporary miRNA database and the expression of miRNA is generated by summing the count of tags which can align to the temporary miRNA database within two mismatches; fourth, predict the precursor of the identified miRNA, if the precursor of the identified miRNA can't fold into hairpin structure, it will be regarded as pseudo-miRNA. The feasibility of our result can be greatly improved by this verification. The MIREAP pipeline (http://sourceforge.net/projects/mireap/) was used to identify novel miRNAs with default parameters for plant. Some key conditions are as following: (a) the reads which be used to predict novel miRNA are from the unannotated reads which can match to reference genome, the reads which can align to intron region and the reads which can align to antisense exon region; (b) those genes whose sequences and structures meet these two criteria (i.e., the sequences can fold into hairpin secondary structures and mature miRNAs are present in one arm of the hairpin structures) will be considered as candidate miRNA genes; (c) the mature miRNA strand and its complementary strand (miRNA^*^) present 2-nucleotide 3′ overhangs; (d) hairpin precursors lack large internal loops or bulges; (e) the secondary structures of the hairpins are steady, with the free energy of hybridization lower than or equal to −18 kcal/mol; (f) the number of mature miRNA with predicted hairpin must be no fewer than 5 in the alignment result. The hairpin structures of pre-miRNA sequences were visualized by VisSR (version 1.0) and selected manually. In addition, considering many of the known miRNAs in model plant species were not found to have miRNAs^*^ in small RNA sequencing, only novel miRNAs were required to have miRNAs^*^ in this study (Xie et al., 2012).

### miRNA expression profiles and comparison between MT and WT

Raw miRNA counts were normalized to RPM (reads per million) using the equation RPM = (raw count/total raw count) × 1,000,000. According to previous reports (Murakami et al., 2006; Xie et al., 2015), original miRNA expression equal 0 in a library was normalized expression to 0.01. The miRNA expression fold change between MT and WT was computed with the formula “Fold change = log_2_(MT/WT).” The differential expression analysis was performed using the R-package NOISeq (Tarazona et al., 2012, 2015). NOISeq method can screen differentially expressed genes between two groups, showing a good performance when comparing it to other differential expression methods, like Fisher's Exact, Test (FET), edgeR, DESeq, and baySeq. NOISeq maintains good True Positive and False Positive rates when increasing sequencing depth, while most other methods show poor performance. What's more, NOISeq models the noise distribution from the actual data, so it can better adapt to the size of the data set, and is more effective in controlling the rate of false discoveries. First, NOISeq uses sample's gene expression in each group to calculate log_2_(fold change) M and absolute different value D of all pair conditions to build noise distribution model. Second, for gene A, NOISeq computes its avearge expression “Control_avg” in control group and average expression “Treat_avg” in treatment group. Then the foldchange [M_A_ = log_2_((Treat_avg)/(Control_avg))] and absolute different value D (D_A_ = |Congrol_avg-Treat_avg|) will be got. If M_A_ and D_A_ diverge from noise distribution model markedly, gene A will be defined as a DEG. There is a probability (Prob.) value to assess how M_A_ and D_A_ both diverge from noise distribution model. Fold change and probability (Prob.) were combined to determine the final miRNA expression significance. The value of |log_2_(fold change)| ≥ 1.0 with a Prob. > 0.8 was defined as a significant difference.

### Identification of *PHAS* genes and phasiRNAs

Ta-si prediction tool (version 2.0), one tool of the UEA sRNA workbench (Stocks et al., 2012), was used to identify phasiRNAs and *PHAS* genes. The clean reads of MT and WT were supplied as sRNA dataset and the *C. sinensis* genome (Xu et al., 2013) was supplied as reference genome. The cutoff *P*-value calculated by the algorithm described by Chen et al. (2007) was set as 1.0E−4. The sRNAs that did not match the genome were discarded, and only 21 nt sRNAs were used in the phasing analysis.

### Target gene functional annotation

The protein sequences of the identified miRNA target genes were aligned against GO database and the KEGG pathway database using KOBAS 2.0 (http://kobas.cbi.pku.edu.cn/; Xie et al., 2011) to perform enrichment analysis. The corrected *P* < 0.05 was set as cutoff for enrichment. REVIGO (Supek et al., 2011) was used to visualize and summarize the biological process and molecular function terms that were identified by KOBAS 2.0. In addition, the target genes were also annotated by a BLASTP search against the NR database of NCBI with cutoff *E* < 1e−8, and BlastKOALA was used to annotate the KOs of the KEGG ORTHOLOGY database.

### Validation of miRNA and target gene expression in fruit development and ripening by qRT-PCR

Stem-loop qRT-PCR was performed to validate the expressions of miRNAs with three biological replicates based on a previous method (Chen et al., 2005; Liu Y. et al., 2014). The stem-loop reverse transcriptase reaction used 20 μl PCR system: firstly, added 10 mM dNTPs (Promega) and 500 ng purified total RNA into a 200 μl centrifuge tube, slightly centrifuged, then incubated 5 min at 65°C, 2 min on ice; secondly, added 4 μl 5x RT buffer (Invitrogen), 2 μl DTT (Invitrogen, 0.1 M), 0.1 μl RNaseOUT (Invitrogen, 40 U/μl), 0.25 μl SuperScript III (Invitrogen, 200 U/μl), and 1 μl stem-loop RT primer. The thermal cycling program of stem-loop RT PCR was set at 16°C for 30 min, 60 cycles of 30°C for 30 s, 42°C for 30 s, and 50°C for 1 s, then, 85°C for 5 min and 4°C for 30 min. U4 was used as the endogenous reference gene (Kou et al., 2012). The primers are listed in Table S8. Next, the qRT-PCR was performed according to our previous study (Wu et al., 2014b), which was briefly described as following.

qRT-PCR was performed to confirm the expression of target genes with three biological replicates according to our previous study (Wu et al., 2014b). qRT-PCR was performed in ABI 7900HT Fast Real-time system (PE Applied Biosystems, Foster City, CA, USA) with optical 384-well plates. The SYBR Green PCR Master Mix (PE Applied Biosystems) was used in reactions. *CsActin* was used as the endogenous reference gene (Wu et al., 2014a). The primers are listed in Table S8. Ten microlitres of the reaction mixture was added to each well. The thermal cycling program was set at 50°C for 2 min, 95°C for 1 min, and 40 cycles of 95°C for 15 s, and of 60°C for 1 min.

## Results

### Deep sequencing of small RNA libraries and the degradome library

In our previous study (Wu et al., 2014b), we comparatively analyzed the transcriptomes and proteomes of MT and WT during citrus fruit ripening, and the 170 DAF stage was identified as the stage at which the most number of differentially expressed genes and proteins between MT and WT were found. 

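Small RNA was sequenced from the fruit pulp of the late-ripening mutant (MT, "Fengwan") and its wild-type (WT, "Fengjie 72-1"), collected in 2013 at 170 days after flowering (DAF), with 2 libraries per genotype and fruit of 3 trees in each replicate. The authors removed low-quality reads and adaptors and collapsed identical clean reads, so that the deposited values are the number of reads of each distinct sequence (tag), without alignment or normalization. Tags were 18 to 44 nt long, and tags read once made up 71.9% and 72.1% of the unique tags in MT and 73.0% and 75.6% in WT. A miRNA was counted here from the tags identical to its mature sequence in Table S1 or Table S2. Counts were normalized to the total clean reads of the library as RPM, the unit of the paper. With 3 reads taken as the smallest count that a library can show, the lowest RPM was 0.088 and 0.094 in the MT libraries and 0.097 and 0.128 in the WT libraries. Differences were tested with edgeR's quasi-likelihood test on the counts, and a miRNA was called when |log2(MT/WT)| was at least 1 and the adjusted p was under 0.05. The test covered the 117 of 126 distinct mature sequences with at least 10 counts in at least 2 libraries. The paper's own counting aligned tags to miRBase with up to 2 mismatches and tested RPM with NOISeq. That search could not be rerun from the files, so counts with up to 2 mismatches to the listed sequences and a recoded NOISeq criterion were computed as alternatives.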

To identify the miRNAs involved in the citrus fruit ripening process, the pulps of MT and WT harvested at 170 DAF were used to construct four sRNA libraries with two biological replicates for each sample, which were then sequenced using Illumina HiSeq™2000. After removing the low-quality reads, clean reads were produced. 

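Summed over the tags of each library, the counts gave 34248996 and 31898997 reads in the MT replicates and 30815849 and 23377054 reads in the WT replicates. The numbers of distinct tags were 9503927 and 8755251 in MT and 8247653 and 7105581 in WT. WT replicate 2 was the smallest library, and both MT libraries were larger than both WT libraries.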

A total of 34,248,996; 31,898,997; 30,815,849; and 23,377,054 reads were generated from two MT samples and two WT samples, respectively, including 9,503,927; 8,755,251; 8,247,653; and 7,105,581 unique reads, respectively (Table 1). Less than 20.65 million (60.3%) redundant reads matched the *C. sinensis* genome (Xu et al., 2013) in each library (Table 1). A search of the miRBase database (v20) identified 39,836 (0.42%), 38,104 (0.44%), 37,762 (0.46%), and 34,132 (0.48%) unique reads for the sRNAs of the two MT and the two WT samples, respectively (Table 1). For annotation, the small RNAs were grouped into several categories, including GenBank/Rfam (the sum of rRNAs, snRNAs, snoRNAs, and tRNAs) and miRNAs (Table 1). The unannotated sRNAs were mapped to the genome and were used to predict novel miRNAs based on the structure and expression criteria (Meyers et al., 2008). Sequences with lengths between 18 and 28 nt accounted for ~99.9% of all the clean reads and sequences matching the known miRNAs were counted to determine the size distribution (Figure 1). 

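In the tag files, reads of 18 to 28 nt made up 99.99% of the reads of MT replicate 1 and 99.99% of those of MT replicate 2. The shares in WT were 99.99% in replicate 1 and 99.98% in replicate 2. Among reads identical to a known miRNA of Table S1, those of 21 nt were the largest class, with 80.9% and 84.0% in MT and 82.4% and 82.7% in WT.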

The length distribution patterns of all clean reads (Figure 1A) and the reads matching known miRNAs (Figure 1B) in the four sRNA libraries were similar and did not show significant differences between MT and WT.

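Reads of 24 nt accounted for 38.7% ± 1.4 (SD, n = 2) of all clean reads in MT and 35.0% ± 1.7 (SD, n = 2) in WT, a difference of 3.6 percentage points. Both MT libraries were above both WT libraries (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). The share of 21 nt reads was 25.5% ± 0.1 (SD, n = 2) in MT and 26.9% ± 1.5 (SD, n = 2) in WT, with both MT libraries below both WT libraries (exact permutation test, p = 0.333). This difference of -1.4 percentage points was smaller than the SD between the WT replicates. The 22 nt share was 16.2% ± 1.5 (SD, n = 2) in MT and 19.1% ± 0.7 (SD, n = 2) in WT. Both MT libraries were below both WT libraries, and the difference of -2.9 percentage points was larger than either SD. The 23 nt share was higher in both MT libraries, by 1.4 percentage points (SD 0.3 in MT and 0.1 in WT). The 20 nt shares overlapped. The 20, 22 and 23 nt shares were not tested. When each distinct tag was counted once, the difference in the 24 nt share changed direction, to -0.74 percentage points. The shares were then 48.917% and 48.197% in MT and 48.185% and 50.407% in WT, so the reversal rested on WT replicate 2. Among reads of tags with 2 or more counts, the 24 nt shares were 37.9% and 35.5% in MT and 30.7% and 32.4% in WT. Among reads identical to known miRNAs, the 22 nt class held 15.7% and 13.3% in MT and 14.7% and 14.7% in WT, so that the 2 MT libraries differed from each other by more than the WT libraries did. From the likeness of these distributions, the paper concludes that the length patterns of MT and WT did not differ significantly.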

**Figure 1:**
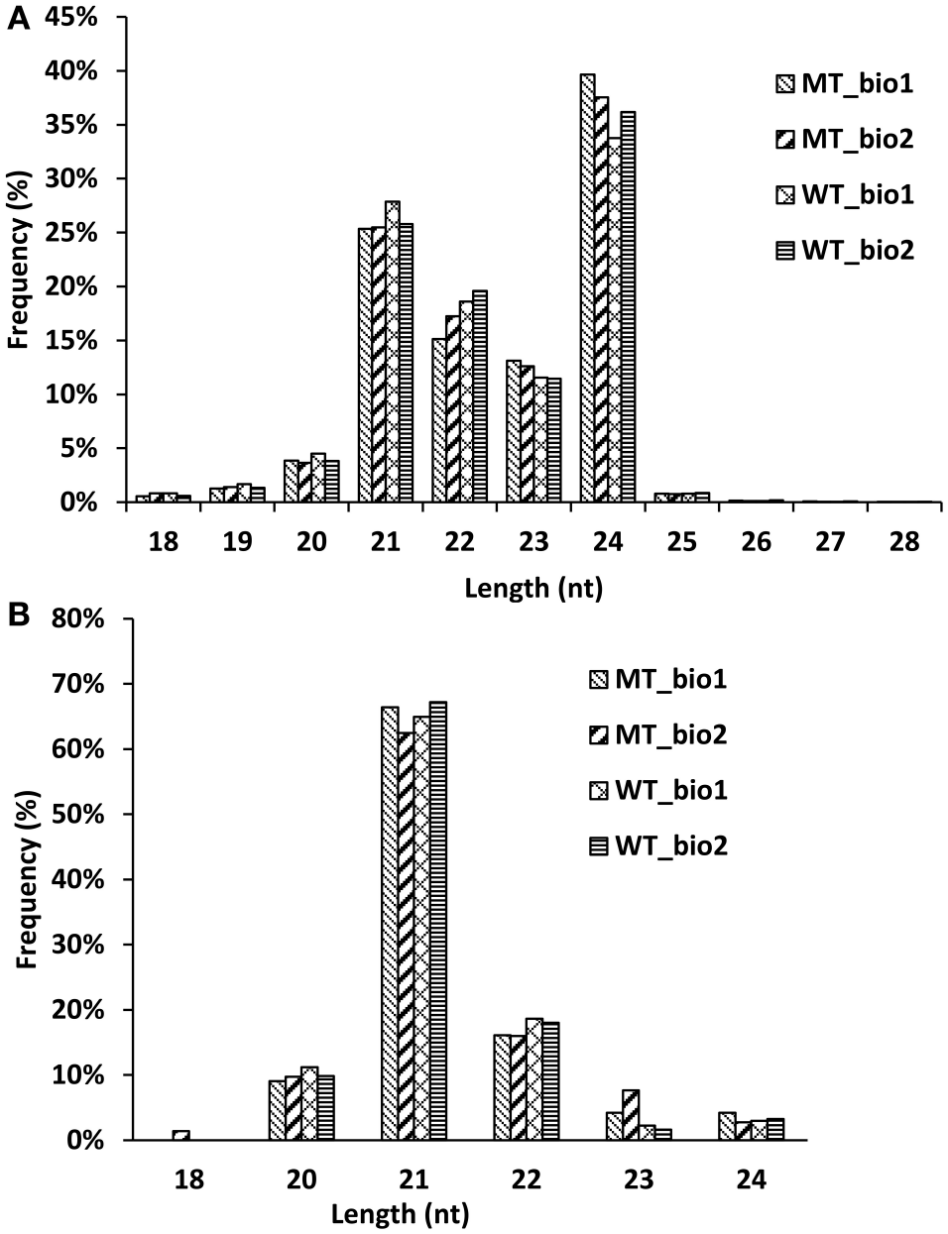
**Length distribution of the small RNA reads (A) and known miRNAs (B) in the sequencing samples**.

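In degradome sequencing, RNA fragments with a free 5′ phosphate are captured and their 5′ ends sequenced. A miRNA-guided cut leaves such an end opposite the miRNA's bases 10 and 11. The authors mixed RNA of MT and WT pulp at 170 DAF into 1 library, so cleavage cannot be compared between the genotypes and has no replicate check. The deposited values are the counts of each distinct tag after trimming, before structural RNA and unmapped reads were removed. The library held 33690279 reads of 4443212 distinct tags, 18 to 24 nt long, and 16.5% of the distinct tags were read once. The target site and its cut were read here from the duplexes of Table S3, and tags starting exactly at the cut were found by identity to the 13 or 14 listed bases after it. A position 5 nt upstream of each cut served as the control. Without a genome the tags were not aligned to transcripts, and a tag from another locus with the same bases is counted as well.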

To identify the target genes of miRNAs, a high-throughput approach, called degradome sequencing, or parallel analysis of RNA ends (PARE; Addo-Quaye et al., 2008; German et al., 2008) was performed to experimentally validate target genes of miRNAs by capturing mRNA cleavage segments. This approach can concurrently identify all cleavage products in the genome with a high sensitivity detection, compared with older techniques, such as northern blotting or 5′ RACE (Xia et al., 2015b). To maximize the identification of miRNA targets, we pooled RNA from the pulps of MT and WT into one library. In total, 33.69 million total reads with 4.44 million unique reads were obtained (Table 1). A search of the Rfam and GenBank database was used to remove the structural RNAs (rRNAs, tRNAs, snRNAs, and snoRNAs), which represented 0.3% of the unique reads. Additionally, the polyN reads, representing 0.23% of the unique reads, were also removed. The remaining sequences were mapped to the *C. sinensis* genome (Xu et al., 2013). Finally, 3.21 million (72.25%) unique reads were mapped to the reference genome and 3.05 million (68.53%) unique reads were mapped to the cDNA sequences of the reference genome. All sequences that mapped to the cDNA library (the sequences in the cDNA_sense category in Table 1) were analyzed to detect candidate targets of miRNAs.

### Identification and expression analysis of known and novel miRNAs in the fruits of MT and WT

A total of 107 known miRNAs, belonging to 53 families, and 21 novel miRNAs were identified from the four libraries of MT and WT (Tables S1, S3). 

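The copies of the tables analysed here list 106 known miRNAs and 21 csi-miRN miRNAs, which have 126 distinct mature sequences because csi-miR482 and csi-miRN01 share one. Tags identical to a known miRNA made up 1.06% and 1.03% of all reads in the MT libraries and 0.78% and 0.97% in the WT libraries. The csi-miRN miRNAs of Table S2 made up 0.97% and 1.05% in MT and 0.71% and 0.76% in WT. Both MT libraries lay above both WT libraries for each set.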

Only the miRNAs identified in both biological replicates were retained. 

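By exact tags with at least 1 count in both replicates, 106 known miRNAs and 21 csi-miRN miRNAs were found in MT, and 104 known miRNAs and 21 csi-miRN miRNAs in WT. Requiring at least 10 counts in both replicates moved the known miRNAs most, to 94 in MT and 87 in WT. All 21 csi-miRN miRNAs passed that threshold in both genotypes.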

As shown in Figure S1, 99 known miRNAs and 17 novel miRNAs were identified in MT, 92 known miRNAs and 16 novel miRNAs were identified in WT. And among these miRNAs 84 known miRNAs and 12 novel miRNAs were identified in both MT and WT. 

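Exact tags of 104 known miRNAs and 21 csi-miRN miRNAs were present in both replicates of MT and of WT. The 2 known miRNAs found in both replicates of MT alone were csi-miR395, with 5 and 8 counts in MT and 4 and 0 in WT, and csi-miR398, with 7 and 7 counts in MT and 0 and 1 in WT. With the more lenient matching of up to 2 mismatches, the known miRNAs found in WT stayed at 104.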

All of the precursors of known and novel miRNAs had regular stem-loop secondary structures, and the sequences of the miRNAs are shown in blue and the sequences of the miRNAs^*^ are in red (if the miRNA^*^ was identified; Figures S3, S4). 

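Each of the 127 listed precursors was folded with RNAfold 2.7.2. The minimum free energy ranged from -178.3 to -16.9 kcal/mol, with a median of -54.9, and 126 precursors were at or below the -18 kcal/mol that the paper required of its predicted miRNAs. The mature sequence was found in 124 precursors and lay on one arm of the fold, without pairing to itself, in 121 of them. Tags identical to the listed miRNA* were found for 14 of the 21 csi-miRN miRNAs in at least 1 library, and for 10 of them in all 4 libraries. From such folds the paper concludes that the precursors form regular stem-loops.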

Pre-miRNAs (the precursors) of known and novel miRNAs were not evenly distributed in the citrus genome; there were more pre-miRNAs located in chromosome 2 (chr2) and chromosome 7 (chr7; Figure S2).

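By exact tags, the mean RPM of the known miRNAs ranged from 0.092 to 2047.85 in MT and from 0.021 to 1698.33 in WT, with csi-miR168a the highest in both genotypes. The lower ends lie close to or below the RPM of 3 reads. The median known miRNA had 3.9 RPM in MT and 2.5 RPM in WT.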

The normalized expressions (RPM) of known miRNAs in MT and WT ranged from 0.78 to 2151.12 and 0.34 to 1780.005, respectively (excluding the miRNAs that were not identified; Table S1). The results indicated that the known miRNAs exhibited extensive variation in their abundances. The RPM of most novel miRNAs was low; however, there were two novel miRNAs, csi-miRN03, and csi-miRN11, that were highly expressed in both MT and WT (Table S2). 

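Of the 21 csi-miRN miRNAs, 18 had a mean under 100 RPM in MT and 18 in WT by exact tags, and the median was 10.4 RPM in MT and 9.2 RPM in WT. csi-miRN11 (GGTCATGGGAGGATTGGCGAAA) had 7891 ± 392 RPM (SD, n = 2) in MT and 5646 ± 153 RPM (SD, n = 2) in WT. The RPM of csi-miRN03 (TCGCAGGAGCTTTCTACGGTT) was 2069 ± 150 (SD, n = 2) in MT and 1482 ± 152 (SD, n = 2) in WT. For csi-miRN11 the log2(MT/WT) was 0.48 (standard error 0.10, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the 2-fold criterion. TMM normalization lowered it to 0.22 (adjusted p = 0.28 from edgeR).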

The RPMs of csi-miRN11 and csi-miRN03 were much higher than those of known miRNAs.

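csi-miRN11 ranked first among the listed mature sequences in both genotypes. Its sequence is that of the known csi-miR482b-5p (GTCATGGGAGGATTGGCGAAAA) shifted by a single base. This rank is therefore not that of a miRNA unrelated to the known ones. csi-miRN03 ranked 2 in MT and 3 in WT. By exact tags the most abundant known miRNA, csi-miR168a, had 2048 ± 149 RPM (SD, n = 2) in MT and 1698 ± 3 RPM (SD, n = 2) in WT. In MT csi-miRN03 was above csi-miR168a in both libraries (1963 against 1943 RPM and 2175 against 2153 RPM). The difference in MT was smaller than the SD between replicates. In WT csi-miRN03 was lower than csi-miR168a in both libraries.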

An R package, NOISeq, was used to perform differential expression analysis of miRNAs between MT and WT. Based on the criteria of significant difference, |log_2_(MT/WT)| ≥ 1 and prob. > 0.8, 16 known miRNAs and 8 novel miRNAs were identified as differentially expressed between MT and WT (Figure 2, Tables S1, S2). 

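Under the edgeR fit, 7 of the 117 tested mature sequences met |log2(MT/WT)| of at least 1 with an adjusted p under 0.05, and all were known miRNAs. Of the 24 miRNAs of Figure 2, 3 were among them: csi-miR159, csi-miR394 and csi-miR399e. The paper gives 14 of the 24 an expression of 0 in one genotype. Exact tags of these 14 (6 known and 8 csi-miRN miRNAs) were present in all 4 libraries, with at least 14 counts wherever the paper has 0. Their log2(MT/WT) ran from -0.64 to 1.54, and 1 of them, csi-miR166u, reached 1 in size. The other 10 all had a |log2(MT/WT)| of at least 1 in the direction of Figure 2. csi-miR394 (TTGGCATTCTGTCCACCTCC) had 1.71 ± 0.11 RPM (SD, n = 2) in MT and 0.35 ± 0.25 RPM (SD, n = 2) in WT, a log2(MT/WT) of 2.23 (standard error 0.44, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For csi-miR399e (CGCCAAAGGAGAATTGCCCTG) the log2(MT/WT) was 1.81 (standard error 0.35, adjusted p = 0.041 from the same edgeR test). Outside Figure 2, csi-miR393a-3p had a log2(MT/WT) of -2.46, csi-miR171a of 2.39, csi-miR6295 of 2.15 and csi-miR4352b of 1.42. These 4 had means under 1 RPM in both genotypes. In WT, csi-miR171a had 4 and 1 counts and csi-miR6295 had 3 and 2. In MT, csi-miR393a-3p had 2 and 6. These counts are at or near the 3-read floor, so the size of these changes is uncertain. csi-miR394 had 4 counts in WT replicate 2, and its log2(MT/WT) ran from 1.71 to 3.29 with each replicate left out in turn. Under the recoded NOISeq criterion, which stands in for NOISeq only approximately, 2 known miRNAs were up and 0 were down.

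**Figure D1:**
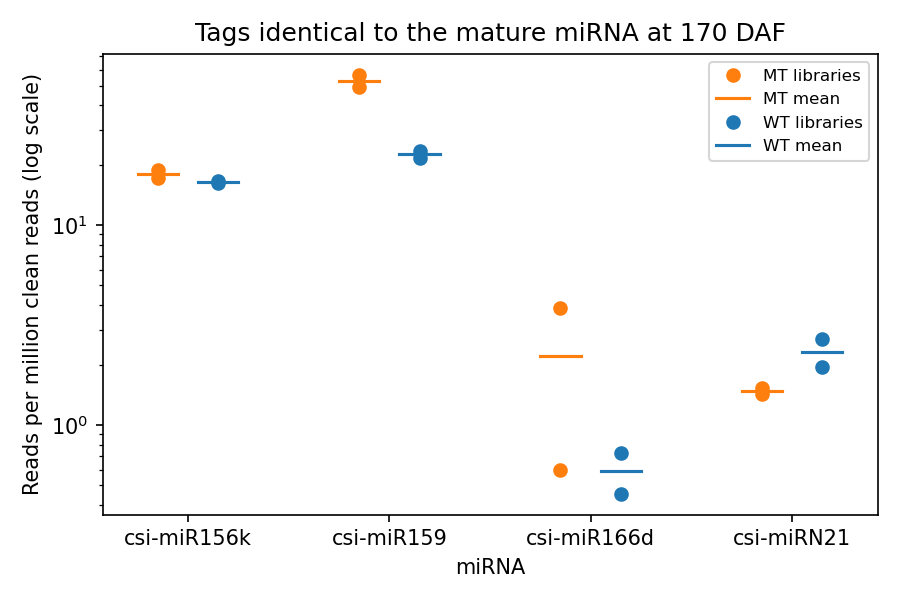
RPM (vertical axis, log scale) of tags identical to csi-miR156k, csi-miR159, csi-miR166d and csi-miRN21 (horizontal axis) in the 2 MT and 2 WT libraries at 170 DAF; points are libraries and lines are means. For csi-miR159 both MT libraries sit above both WT libraries, for csi-miR156k the genotypes nearly overlap (means 18.1 in MT and 16.5 in WT), and the 2 MT libraries of csi-miR166d lie far apart.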

The results showed that 14.95% (16/107) of the known miRNAs and 38.10% (8/21) of the novel miRNAs were differentially expressed between MT and WT. As shown in Figure 2, there were more up-regulated miRNAs than down-regulated miRNAs. 

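Over the 117 tested mature sequences, log2(MT/WT) was above 0 for 78 and below 0 for 39, with a median of 0.24, and 6 miRNAs were called up and 1 down. When TMM factors, which centre the log ratios of most miRNAs near 0, replaced the total reads, 55 were above 0 and 62 below, the median was -0.01, and no miRNA was called. DESeq2 with its size factors called 1 up and 1 down. The paper concludes from its calls that up-regulated miRNAs outnumbered down-regulated ones.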

For the known miRNAs, 12 miRNAs were up-regulated and 4 miRNAs were down-regulated. 

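Among the known miRNAs, 6 were up and 1 was down in MT by exact tags. All 7 adjusted p-values from edgeR lay between 0.041 and 0.045, close to the threshold. The replicate number as a block gave 13 up and 3 down. The pairing is taken from the library names; across the 117 miRNAs, which are not independent replicates, the differences between replicates 1 and 2 in MT and in WT had a correlation of -0.008, and across the 28516 tags it was 0.18. Leaving out each replicate in turn gave from 2 to 11 known miRNAs up and from 0 to 2 down.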

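None of the csi-miRN miRNAs of Table S2 met both criteria in the edgeR fit, with 0 up and 0 down. Without a minimum fold change 1 was up, csi-miRN11. With the replicate number as a block the counts were again 0 and 0 (correlation of the replicate differences across miRNAs, -0.008).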

For the novel miRNAs, 5 miRNAs were up-regulated and 3 miRNA were down-regulated. These results were consistent with our previous study (Wu et al., 2014b), in which there were more down-regulated transcripts than up-regulated transcripts at 170 DAF comparing MT with WT.

**Figure 2:**
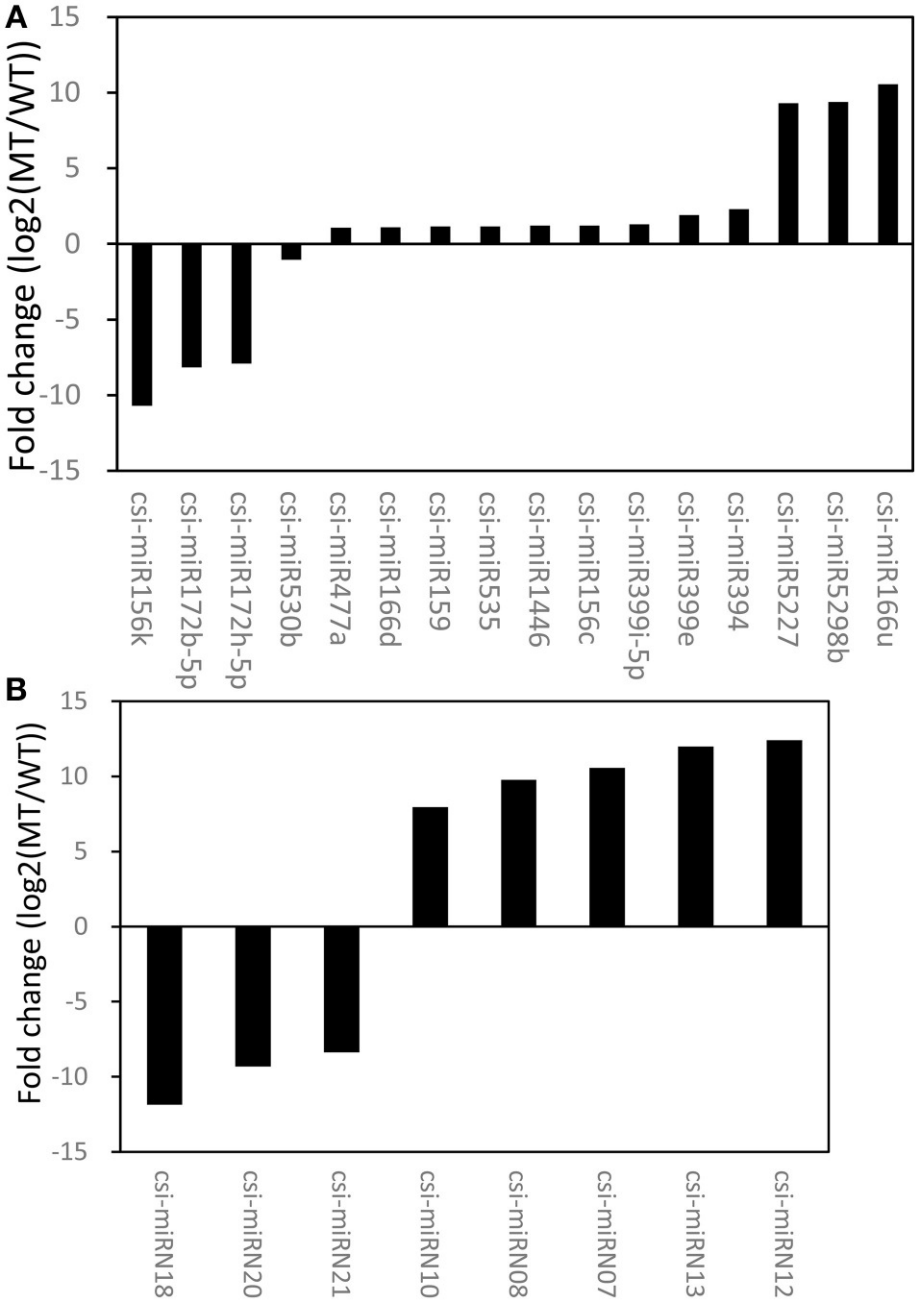
**The differentially expressed known miRNAs (A) and novel miRNAs (B) between MT and WT**.

### Identification and annotation of the targets of miRNAs

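Table S3 holds 692 pairs of miRNA and target transcript, from 401 transcripts of 225 genes. The pairs reduce to 237 distinct site sequences. Degradome tags started at the cut of all 237, which follows from the sites having been called by the authors in this library. The median was 40 tag counts at a cut (no replicates), and the highest was 7607. At the control position 5 nt upstream, 103 sites (43.5%) had tags and the median was 0. Many sites with control tags lie in csi-miR5021 repeats and share 362 tag counts at the cut and 424 at the control. The sites are thus not independent, and 43.5% is no background rate. The cut had more tag counts than its control at 178 sites. A minimum of 5 tag counts left 209 sites. The tag count at the cut equalled the fragment abundance of Table S3 at 105 sites, and a tag shared by several transcripts or loci is counted here at each.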

From the degradome data, a total of 401 transcripts from 225 genes were predicted to be targeted by 57 miRNAs (47 known miRNAs and 10 novel miRNAs), with 692 miRNA-target pairs (Table S3). These 401 target transcripts were classified into five categories (category 0, 1, 2, 3, and 4) based on the confidence evaluation of the degradome data. Category 0 is the most reliable for the detection of miRNA target genes, in which the miRNA-guided cleavage fragment was the most abundant tag matching the transcript. 

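Of the 237 distinct sites, 94 were in category 0 for at least 1 transcript. Restricting the sites to categories 0 to 2 left 175, all with tags at the cut. The paper reasons that category 0 is the most reliable because the fragment at the miRNA-guided cut is the most abundant tag of the transcript.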

In category 1 and 2, the miRNA-guided cleavage fragment was not the most abundant tag, but it still formed a clear peak in the T-plot. In category 3 and 4, the miRNA-target pairs are not reliable. 

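Counting each transcript of Table S3 in its best category gave 188 transcripts in category 0, 15 in category 1, 133 in category 2, 59 in category 3 and 6 in category 4.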

There were 188, 15, 133, 59, and 6 target transcripts in category 0, 1, 2, 3, and 4, respectively (Table S3 and Figure S5). The miRNA-target pairs were visualized on the citrus genome by the Circos software package (http://circos.ca/; Figure S6). We found that the target genes of miRNAs, represented by arrows, were evenly distributed in the citrus genome (Figure S6). The detailed information on these target genes is listed in Table S4.

To further elucidate the roles of miRNAs in fruit ripening, GO-based term classification and KEGG-based pathway enrichment analyses were performed. Under a cutoff of corrected *P* < 0.05, the targets of miRNAs were shown to be enriched in 33 biological processes, 14 molecular functions, and 2 cellular components after summarizing the GO terms by removing redundant GO terms by REViGO (Supek et al., 2011; Table S5). In biological processes, several hubs were significantly enriched, including innate immune response, salicylic acid biosynthetic process, phyllome development, response to stimulus, flavonoid metabolic process, and signaling (Figure 3A). ADP binding, carbohydrate derivative binding, small molecule binding, heterocyclic compound binding, and sequence-specific DNA binding transcription factor activity were significantly enriched in molecular function (Figure 3B). The RNAi effector complex and RISC complex were the enriched cell components (Table S5). However, no enrichment in KEGG pathway was identified, and only 58 genes were annotated to KOs (Table S4).

**Figure 3:**
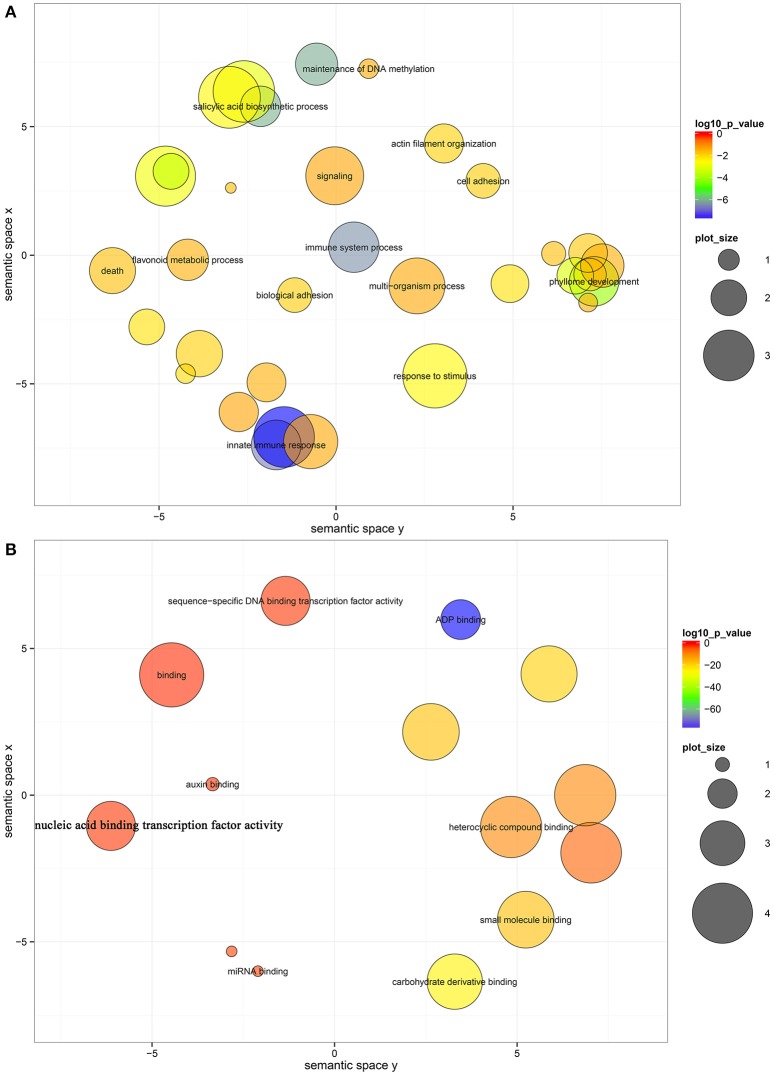
**Biological process (A) and molecular function (B) enrichment analysis of the target genes of miRNAs**. The bubble color indicates the *P*-value; the plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

### Functional analysis of genes targeted by differentially expressed miRNAs between MT and WT

In the present study, 27 target genes of 14 differentially expressed miRNAs were identified (Tables 2, 3). 

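For the miRNAs of Figure 2 that Tables 2 and 3 list with targets, 13 miRNAs and 27 target genes were read from Table S3. Degradome tags started at every listed cut (no replicates), from 1 tag count at position 643 of UBC24 (Cs2g06030, csi-miR399e) to 504 at the cut shared by the ATHB genes and REVOLUTA. The UBC24 cut that Table 2 lists, at position 1077, had 13 tag counts. The F-box family protein cut by csi-miR394 (Cs7g10850) had 85 tag counts at position 1168 and 0 at the control. In 2 genes the control position had more tag counts than the cut: Cs3g22200 of csi-miR5227, with 8 at the cut and 16 at the control, and Cs4g07790 of csi-miRN18, with 5 and 12.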

After removing redundant GO terms, the targets of differentially expressed miRNAs were enriched in 13 biological processes and 5 molecular functions (corrected *P* < 0.05; Table 4). In molecular functions, 11 genes were enriched in sequence-specific DNA binding transcription factor activity (GO:0003700), indicating that transcription factors were the major class of genes targeted by differentially expressed miRNAs; in biological processes, several enriched GO terms were related to fruit development, such as xylem and phloem pattern formation (GO:0010051), developmental maturation (GO:0021700), regulation of growth (GO:0040008), and phyllome development (GO:0048827; Table 4).

**Table 2:** **Targets of the known miRNAs identified in MT and WT**.

**miRNA/Target gene**	**Category**	**Cleavage position**	***P*-value**	**Fragment abundance**	**Alignment score**	**RPM**		**Prob**.	**log2(MT/WT)**	**Target annotation**
						**WT**	**MT**			
**csi-miR156k**						16.63	0.01	1.00	−10.70	
Cs2g23550	0	934	0.01	27	3					SPL4
Cs7g10830	0	1183	0	15	1					SPL2
Cs7g10990	0	1547	0	15	2					SPL12
Cs7g11770	0	1488	0	12	1.5					SPL6
**csi-miR159**						25.11	55.64	0.99	1.15	
Cs1g03470	0	108	0	22	2					GAMYB
Cs1g06080	2	589	0.03	3	2.5					NOZZLE
Cs3g06390	0	773	0	58	2.5					GAMYB
Cs8g05120	0	205	0	32	3					Polygalacturonase inhibitor 1
**csi-miR166d**						1.45	3.12	0.87	1.10	
Cs1g15640	0	1781	0	94	2.5					ATHB15
Cs2g09770	1	1069	0	10	2.5					ATHB14
Cs4g19310	0	677	0	189	2.5					ATHB8
Cs6g14050	2	454	0.03	7	3					IAA-amino acid hydrolase ILR1-like 1
Cs8g16510	0	1434	0	211	2.5					REVOLUTA
**csi-miR172h-5p**						2.43	0.01	1.00	−7.92	
Cs6g14320	0	902	0.04	32	4					Abhydrolase domain-containing protein 11
**csi-miR394**						0.35	1.72	0.98	2.31	
Cs7g10850	0	1168	0	85	1					*F*-box family protein
csi-miR399e						0.72	2.72	0.99	1.91	
Cs2g06030	2	1077	0.03	13	3					UBC24
**csi-miR5227**						0.01	6.27	1.00	9.29	
Cs3g22200	0	55	0.02	8	3					50S ribosomal protein L18
**csi-miR530b**						1.63	0.79	0.86	−1.05	
Cs9g08500	0	1784	0	20	1.5					Hypothetical protein VITISV_041073
orange1.1t02948	2	2768	0.04	5	2.5					PWD
**csi-miR535**						8.01	17.85	0.96	1.16	
Cs6g07930	0	1353	0	17	2.5					Serine/Threonine-protein kinase HT1

**Table 3:** **Targets of the novel miRNAs identified in MT and WT**.

**miRNA/Target**	**Category**	**Cleavage**	**Abundance**	**Alignment**	**RPM**		**Prob**.	**log_2_ (MT/WT)**	**Target**
**gene**		**position**		**score**					**annotation**
					**WT**	**MT**			
**csi-miRN02**					31.04	26.06	0.41	−0.25	
Cs9g17500	0	2474	15	4.5					Cleavage and polyadenylation specificity factor subunit 2
**csi-miRN03**					1533	2136	1.00	0.48	
Cs8g13560	0	302	434	2					Unknown protein
**csi-miRN04**					2.89	3.56	0.33	0.30	
Cs5g05430	2	549	22	3					Peroxisomal membrane protein PEX14
**csi-miRN06**					71.74	46.56	0.86	−0.62	
Cs4g20380	0	2650	71	4.5					Transcriptional corepressor LEUNIG
**csi-miRN12**					0.01	54.57	1.00	12.41	
Cs3g22150	0	1030	15	4.5					Oxidoreductase, putative
Cs1g11750	1	1782	8	4.5					30S ribosomal protein S15
**csi-miRN13**					0.01	40.54	1.00	11.98	
orange1.1t03349	0	1447	25	4.5					ABC transporter-like [*Arabidopsis thaliana*]
**csi-miRN14**					20.01	14.91	0.55	−0.42	
Cs7g10090	0	31	3	3.5					Unknown protein
**csi-miRN18**					37.36	0.01	1.00	−11.87	
Cs4g07790	3	773	5	4.5					Probable amino acid permease 7 [Vitis vinifera]
**csi-miRN19**					0.99	0.01	NA	−6.63	
orange1.1t00200	2	1514	174	0.5					SCL6 [Citrus trifoliata]
orange1.1t00199	2	1615	174	0.5					SCL6 [Citrus trifoliata]
Cs5g08980	0	1700	110	0.5					SCL15
**csi-miRN21**					3.29	0.01	1.00	−8.36	
Cs6g02130	2	1054	6	2					cc-nbs-lrr resistance protein [*Populus trichocarpa*]
Cs6g02120	2	913	6	2					Disease resistance protein RFL1, putative
Cs6g02100	2	1054	6	2					PREDICTED: disease resistance protein At4g27190-like [Vitis vinifera]

**Table 4:** **Gene Ontology enrichment analysis of the target genes of miRNAs differentially expressed between MT and WT**.

**Gen ontology (GO) terms**	**Term ID**	**Corrected *P*-value**	**Gene number**	**Gene list**
**BIOLOGICAL PROCESS**				
Xylem and phloem pattern formation	GO:0010051	0.0019	4	Cs2g09770 |Cs7g10850 |Cs8g16510 |Cs1g15640
Regulation of actin filament-based process	GO:0032970	0.0019	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Positive regulation of cellular component biogenesis	GO:0044089	0.0019	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Regulation of cytoskeleton organization	GO:0051493	0.0020	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Integument development	GO:0080060	0.0023	2	Cs2g09770 |Cs1g15640
Actin filament-based process	GO:0030029	0.0023	5	Cs6g07930 |Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Embryonic meristem development	GO:0048508	0.0034	3	Cs2g09770 |Cs4g19310 |Cs8g16510
Regulation of cellular component biogenesis	GO:0044087	0.0035	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Trichome morphogenesis	GO:0010090	0.0035	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Regulation of anatomical structure size	GO:0090066	0.0050	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Phyllome development	GO:0048827	0.0050	8	Cs7g10990 |Cs1g15640 |Cs7g10830 |Cs1g11750 |Cs2g09770 |Cs1g06080 |Cs7g10850 |Cs8g16510
Developmental maturation	GO:0021700	0.0416	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
Regulation of growth	GO:0040008	0.0448	4	Cs2g09770 |Cs3g06390 |Cs8g16510 |Cs1g15640
**MOLECULAR FUNCTION**				
Nucleic acid binding transcription factor activity	GO:0001071	0.0061	11	Cs7g11770 |Cs7g10990 |Cs1g03470 |Cs1g15640 |Cs7g10830 |Cs2g09770 |Cs1g06080 |Cs4g19310 |Cs3g06390 |Cs2g23550 |Cs8g16510
Sequence-specific DNA binding transcription factor activity	GO:0003700	0.0061	11	Cs7g11770 |Cs7g10990 |Cs1g03470 |Cs1g15640 |Cs7g10830 |Cs2g09770 |Cs1g06080 |Cs4g19310 |Cs3g06390 |Cs2g23550 |Cs8g16510
ADP binding	GO:0043531	0.0355	3	Cs6g02120 |Cs6g02100 |Cs6g02130
Lipid binding	GO:0008289	0.0368	4	Cs2g09770 |Cs4g19310 |Cs8g16510 |Cs1g15640
DNA binding	GO:0003677	0.0422	11	Cs7g11770 |Cs7g10990 |Cs1g03470 |Cs1g15640 |Cs7g10830 |Cs2g09770 |Cs4g19310 |Cs3g06390 |Cs2g23550 |Cs8g16510 |Cs9g08500

As shown in Table 2, csi-miR156k was strongly down-regulated in MT. 

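By exact tags (TTGACAGAAGAGAGTGAGCAC), csi-miR156k had 592 and 603 counts in the MT libraries and 513 and 382 in the WT libraries. Its RPM was 18.1 ± 1.1 (SD, n = 2) in MT and 16.5 ± 0.2 (SD, n = 2) in WT. The log2(MT/WT) was 0.13 (standard error 0.26, adjusted p = 0.74 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than its standard error. TMM normalization moved it most, to -0.13. With the replicate number as a block it was 0.13 (standard error 0.41; correlation of the replicate differences across miRNAs, -0.008). The paper's reported RPM is 0.01 in MT, the value it gives to an expression of 0, and 16.625 in WT. From these it concludes that csi-miR156k was strongly down-regulated in MT. The paper also followed csi-miR156k by stem-loop qRT-PCR in fruit of other stages and another year. Those measurements were not analysed here, and these counts do not address them.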

The targets of miR156k are four *SPL* genes, including *SPL4* (Cs2g23550), *SPL2* (Cs7g10830), *SPL6* (Cs7g11770), and *SPL12* (Cs7g10990), which are important transcription factors during plant development (Manning et al., 2006; Wang et al., 2009; Miura et al., 2010; Gou et al., 2011). 

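Degradome tags started at the csi-miR156k cut of all 4 SPL genes (no replicates). SPL4 (Cs2g23550) had 27 tag counts at transcript position 934, SPL2 (Cs7g10830) had 15 at position 1183, SPL12 (Cs7g10990) had 15 at position 1547 and SPL6 (Cs7g11770) had 12 at position 1488. The control position 5 nt upstream had 4 tag counts for each gene. Each site is listed in Table S3 for 3 miRNAs, so the tags do not tell which of them guided the cut. All 4 sites are in category 0, and from them the paper concludes that csi-miR156k targets these SPL genes.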

Csi-miR159 also targeted four genes, including two *GAMYBs* (Cs1g03470 and Cs3g06390) which play a central role during fruit ripening of strawberry (Vallarino et al., 2015). 

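At the csi-miR159 cuts (no replicates), GAMYB Cs3g06390 had 58 tag counts at position 773 against 1 at the control, and GAMYB Cs1g03470 had 22 at position 108 against 0. Polygalacturonase inhibitor 1 (Cs8g05120) had 32 tag counts at position 205 and NOZZLE (Cs1g06080) had 3 at position 589, the smallest number that was taken as visible at this depth, with none at either control. NOZZLE is in category 2 and the other genes are in category 0. The sites of Cs3g06390 and Cs8g05120 are also listed for csi-miR319, so their tags do not tell which miRNA guided the cut. Those of Cs1g03470 and NOZZLE are listed for csi-miR159 alone. The paper concludes from these sites that csi-miR159 targets the 4 genes.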

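Exact tags of csi-miR166d (TCGGACCAGGCTTCATTCCCT) amounted to 2.22 ± 2.30 RPM (SD, n = 2) in MT and 0.59 ± 0.19 RPM (SD, n = 2) in WT. The 2 MT libraries differed by a ratio of 6.5, and the log2(MT/WT) of 1.94 (standard error 0.83) had an adjusted p of 0.24 from edgeR's quasi-likelihood test. Leaving out MT replicate 1 changed it most, to 0.04. With the replicate number as a block it was 1.60 (adjusted p = 0.0056 from edgeR; correlation of the replicate differences across miRNAs, -0.008). ATHB8 (Cs4g19310), ATHB14 (Cs2g09770), ATHB15 (Cs1g15640) and REVOLUTA (Cs8g16510) have the same bases from the cut onward, and 504 degradome tag counts started there, against 14 at the control (no replicates). The match to these bases does not divide the tags among the 4 genes. The paper's fragment abundances in Table S3 are 189 for ATHB8, 10 for ATHB14, 94 for ATHB15 and 211 for REVOLUTA. Each site is also listed for csi-miR166e-3p, which had 117.7 RPM in MT and 86.6 RPM in WT. The tags therefore do not tell which of the miRNAs guided these cuts. The paper takes these cuts as evidence that csi-miR166d targets the ATHB genes.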

*ATHB8/14/15* (Cs4g19310, Cs2g09770, and Cs1g15640) were the targets of csi-miR166d and are involved in vascular development and auxin signaling (Ohashi-Ito and Fukuda, 2003; Baima et al., 2014). 

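csi-miRN21 (TTGCTACTGTAGTCAAGGCAA) had 49 and 49 exact tag counts in the MT libraries and 60 and 63 in the WT libraries. Its RPM was 1.48 ± 0.07 (SD, n = 2) in MT and 2.32 ± 0.53 (SD, n = 2) in WT, with a log2(MT/WT) of -0.64 (standard error 0.29, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TMM normalization moved it most, to -0.90. With the replicate number as a block it was -0.63 (correlation of the replicate differences across miRNAs, -0.008). At the cut shared by Cs6g02100, Cs6g02120 and Cs6g02130, 6 degradome tag counts started and 0 at the control (no replicates). All 3 genes are in category 2, and the match to the listed bases does not assign the tags to one of them.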

Csi-miRN21 targeted three disease resistance proteins. These results indicated that the targets of one miRNA had similar function (Table 3).

### Identification of phasiRNAs and *PHAS* genes

From the four deep sequencing sRNA libraries of MT and WT, we were able to identify 205 *PHAS* genes (176 *PHAS* genes from MT and 154 *PHAS* genes from WT), which were capable of secondary siRNA production with a *P* ≤ 0.0001 (Table S6). 

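Table S6 lists 205 PHAS genes, 176 in MT and 154 in WT, with 125 in both. The phasiRNA sequences of 170 of the genes were in the copy analysed here. The listed counts equalled the tag files for all 1811 and 1816 compared phasiRNAs of the MT libraries and all 1812 and 1809 of the WT libraries. This comparison left out 894 and 1120 rows in MT and 914 and 331 in WT. The listed phasiRNAs made up 1.34% and 1.35% of all reads in MT and 1.11% and 1.05% in WT, with both MT libraries above both WT libraries. In the edgeR fit to the summed counts per gene, 1 gene was higher in MT and 1 was lower by the same criteria as for miRNAs. Cs4g19440 had a log2(MT/WT) of 1.14 (standard error 0.23, adjusted p = 0.0020 from edgeR). For orange1.1t00748 it was -1.40 (standard error 0.43, adjusted p = 0.026 from edgeR), with 794 counts in WT replicate 1 and 87 in WT replicate 2. Without WT replicate 1 its log2(MT/WT) was 0.60. With the replicate number as a block 0 genes were higher and 0 lower (correlation of the replicate differences across genes, 0.05). Dropping the minimum fold change raised the number of genes higher in MT to 32 and lower in MT to 5. Among the genes whose sequences were in the copy, 36 were listed for MT alone, of which 35 had at least 10 phasiRNA counts in both WT libraries, and 28 were listed for WT alone, all with at least 10 in both MT libraries. The paper identifies the PHAS genes of each genotype from a phasing p-value, which was not recomputed here.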

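In the annotation column of Table S6, 137 of the 205 PHAS genes (66.8%) carry a term for a resistance protein or a leucine-rich repeat. The number of phasiRNAs per gene and library in that table runs from 3 to 22.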

Most of these 205 *PHAS* genes encoded resistance proteins, and the number of phasiRNAs produced from each *PHAS* gene ranged from 3 to 22 (Table S6). 

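Table S7 holds 66 PHAS genes paired with 9 miRNAs. By exact tags csi-miR167a (TGAAGCTGCCAGCATGATCTGA) had 56.6 ± 11.2 RPM (SD, n = 2) in MT and 74.8 ± 14.8 RPM (SD, n = 2) in WT, a difference of about the spread between replicates. csi-miR1515 (TCATTTTTGCGTGCAATGATCC) had 9.8 ± 0.4 RPM (SD, n = 2) in MT and 6.2 ± 0.3 RPM (SD, n = 2) in WT, with a log2(MT/WT) of 0.64 (standard error 0.26, adjusted p = 0.23 from edgeR).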

From the degradome data, 66 *PHAS* genes targeted by 9 miRNAs were identified (Table S7). As shown in Table S7, the miR482 family (csi-miR472, csi-miR482a-3p, csi-miR482b, and csi-miR482c) targeted 53 *PHAS* genes to generate phasiRNAs, and most of these target *PHAS* genes were *NB-LRR* (nucleotide binding leucine-rich repeat) genes that encode disease resistance proteins, which was consistent with previous studies (Wu et al., 2015; Xia et al., 2015a). 

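Table S7 pairs 53 PHAS genes with csi-miR472, csi-miR482a-3p, csi-miR482b and csi-miR482c. By exact tags csi-miR472 had 7.8 ± 0.5 RPM (SD, n = 2) in MT and 6.6 ± 1.4 RPM (SD, n = 2) in WT. csi-miR482a-3p had 6.9 ± 0.6 RPM (SD, n = 2) in MT and 10.0 ± 4.0 RPM (SD, n = 2) in WT. The other members were lower, csi-miR482b with 0.35 and 0.40 RPM and csi-miR482c with 1.12 and 1.48 RPM in MT and WT. None differed between MT and WT in the edgeR fit. With WT replicate 1 left out, the log2(MT/WT) of csi-miR482c went from -0.42 to 0.01. From the pairs of Table S7 the paper concludes that the miR482 family triggers phasiRNAs mainly from NB-LRR genes.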

In addition, csi-miR3950 was predicted to trigger NAC domain-containing proteins, csi-miR393h triggered two TIR/AFB auxin receptor proteins, csi-miR167a triggered *ARF8* and csi-miR1515 triggered two dicer-like proteins.

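The phasiRNAs of the dicer-like genes paired with csi-miR1515 had 1705 and 1553 counts in MT and 1126 and 999 in WT for Cs6g03500, and 1042 and 975 in MT and 601 and 558 in WT for Cs6g03520. The log2(MT/WT) was 0.31 (standard error 0.13, adjusted p = 0.093 from edgeR) for Cs6g03500 and 0.49 (standard error 0.15, adjusted p = 0.026 from edgeR) for Cs6g03520. The phasiRNAs of the csi-miR393h target Cs5g32500, annotated as TRANSPORT INHIBITOR RESPONSE 1, had a log2(MT/WT) of -0.83 (standard error 0.18, adjusted p = 0.0034 from edgeR), and those of its other target Cs2g14270 one of -0.75 (adjusted p = 0.0092 from edgeR). For Cs6g16030, which Table S7 names ARF8 and pairs with csi-miR167a, it was 0.58 (standard error 0.21, adjusted p = 0.048 from edgeR). Among the csi-miR3950 targets, Cs1g09660, annotated as a NAC domain-containing protein, had a log2(MT/WT) of 0.11 (standard error 0.13, adjusted p = 0.58 from edgeR), which TMM normalization moved to -0.06. Of its other targets, Cs5g04670 had a log2(MT/WT) of 0.49 (adjusted p = 0.015 from edgeR) and Cs1g09600 one of 0.40 (adjusted p = 0.036 from edgeR), while Cs1g09575 with 0.32 (adjusted p = 0.26 from edgeR) and Cs7g22470 with 0.20 (adjusted p = 0.28 from edgeR) were not past the threshold. None of these changes reached 2-fold. By exact tags csi-miR3950 had 0.36 RPM in MT and 0.46 in WT, and csi-miR393h, under the count filter, had 0.23 and 0.26 RPM.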

### Comparison of distinct expression patterns of miRNAs and their targets during fruit development of MT and WT

The expression patterns of the miRNAs (including four known miRNAs and four novel miRNAs) that showed differential expression between MT and WT or high expression levels during fruit ripening were validated and compared by stem-loop qRT-PCR in the fruit pulp of MT and WT during six developmental stages (50, 80, 120, 155, 180, and 220 DAF). As shown in Figure 4, these eight miRNAs all showed differential expression patterns between MT and WT. Csi-miR156k was remarkably up-regulated after the 155 DAF stage in WT; however, it was dramatically down-regulated in MT after 155 DAF. The expression patterns of csi-miR159 differed in MT and WT before the 120 DAF stage. Notably, csi-miR166d displayed opposing expression in MT and WT. Csi-miRN03 and csi-miRN11, two novel miRNAs, had low CT values (data not shown) and were highly expressed in the fruits of WT and MT (Table S2). They also showed distinct expression patterns between MT and WT.

**Figure 4:**
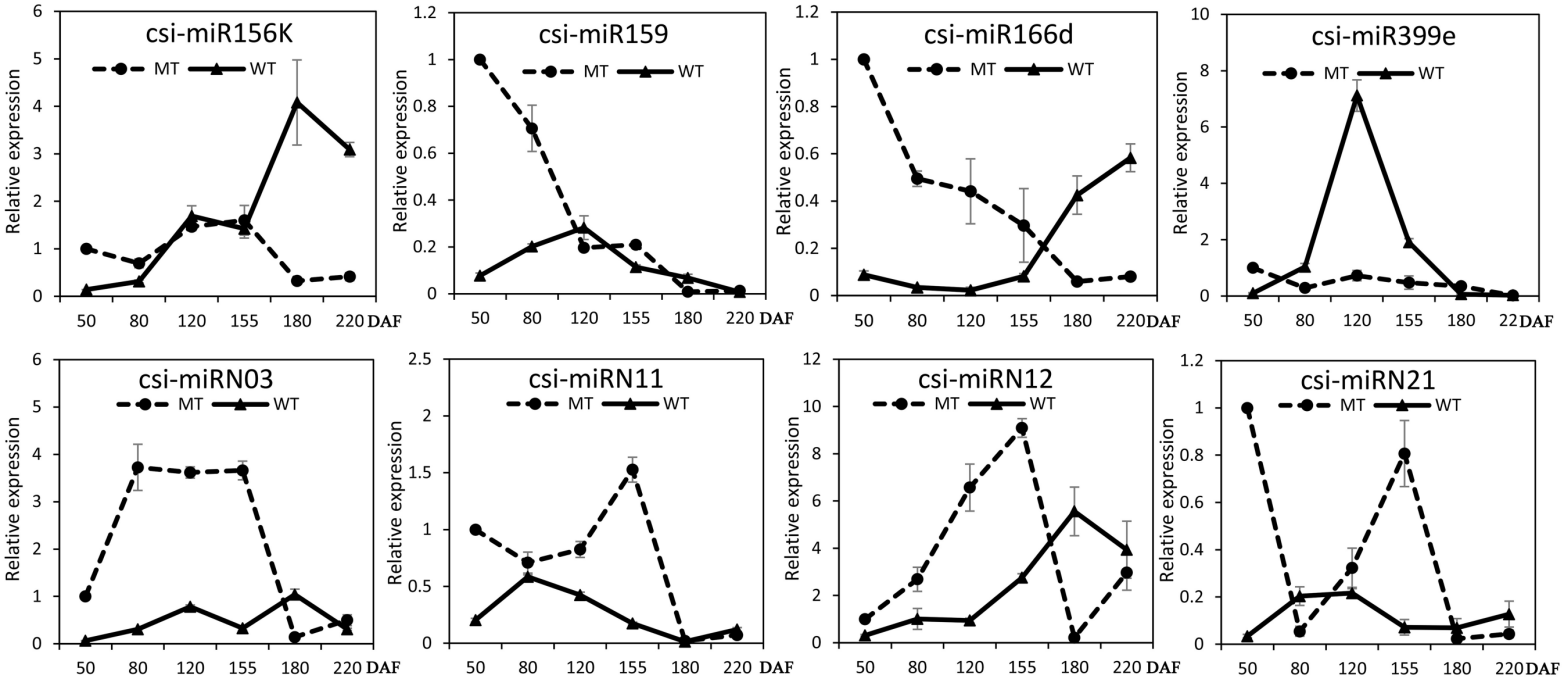
**Expression patterns of several candidate miRNAs in MT and WT during fruit development and ripening**. The relative expression levels were obtained from stem-loop qRT-PCR.

To validate the regulatory function of the miRNAs, the expression patterns of 18 target genes of several candidate miRNAs were also analyzed by qRT-PCR in the fruit pulp of MT and WT during six developmental stages (Figures 5, 6). In our results, 14 of the18 target genes displayed different expression patterns between MT and WT; *SPL6, GAMYB* (Cs3g06390), *ATHB14*, and *ATHB8* showed similar expression patterns between MT and WT; and the expressions of most target genes were negatively correlated with their miRNAs. These results indicated that the miRNAs had significant effects on the expression of their target genes, which were also regulated by other factors, such as transcription factor. As shown in Figure 5A, the four *SPL* genes targeted by csi-miR156k showed different expression patterns during citrus fruit development; in WT, the expressions of *SPL4* and *SPL6* were negatively correlated with that of csi-miR156k. However, in MT, the expression of csi-miR156k was negatively correlated with those of *SPL2* and *SPL12*, indicating csi-miR156k regulated the expression of different genes in MT and WT. This phenomenon was also observed in other miRNA-targets groups (Figures 5, 6). These results indicated that miRNA-mediated silencing of target genes was under sophisticated regulation and within limits in citrus fruit.

**Figure 5:**
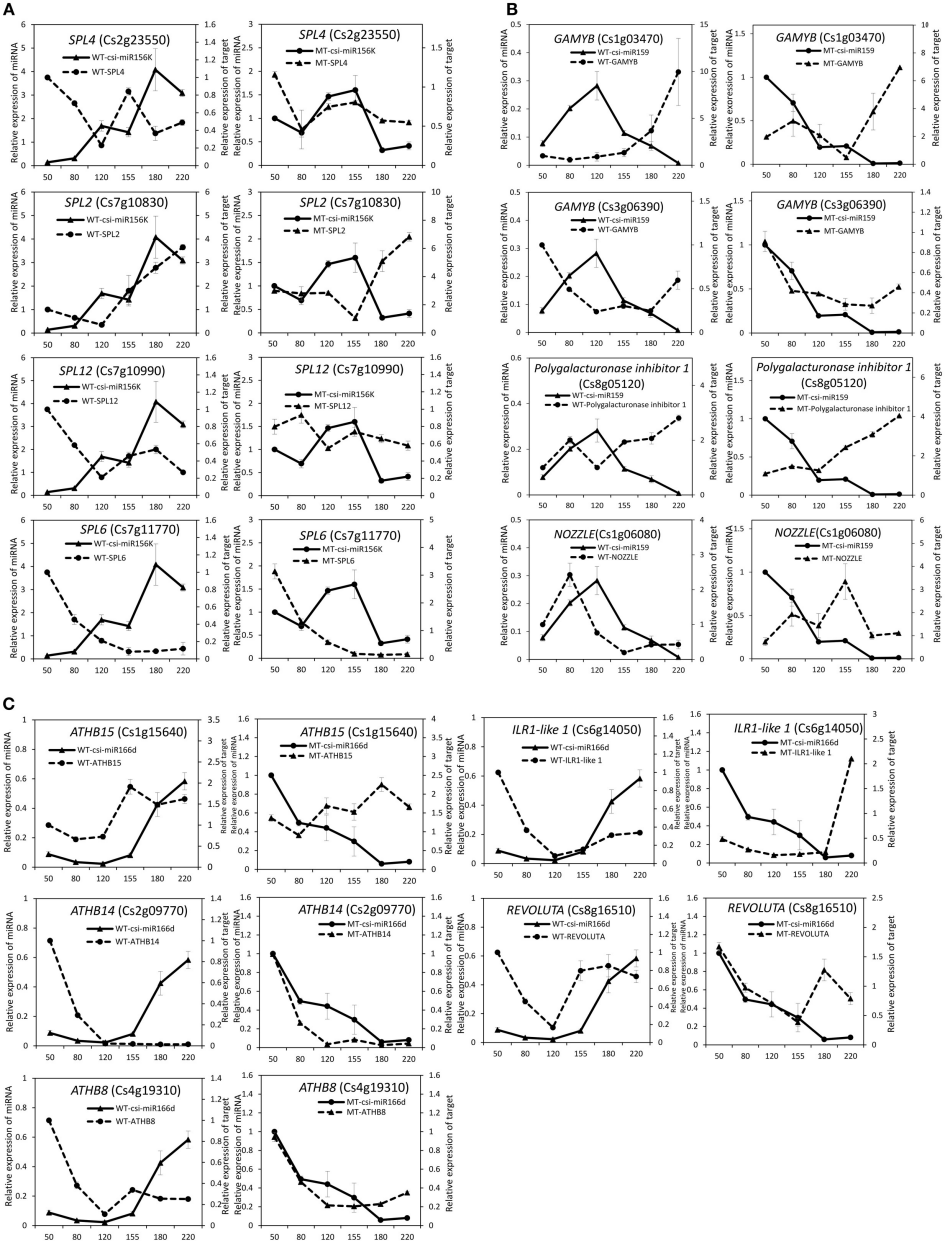
**Expression patterns of known miRNAs and their target genes in MT and WT during fruit development and ripening**. **(A)**, csi-miR156k; **(B)**, csi-miR159; **(C)**, csi-166d.

**Figure 6:**
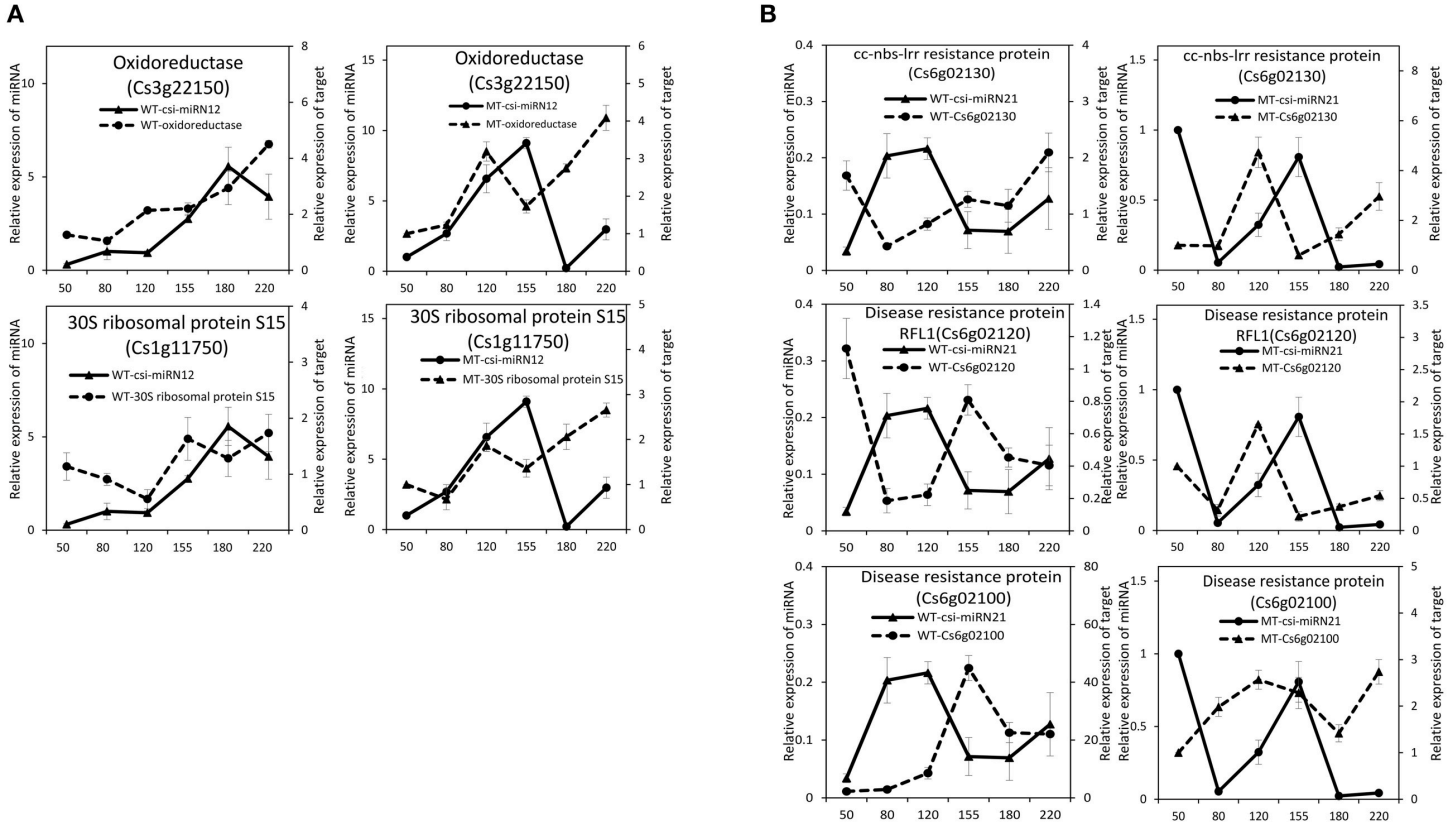
**Expression patterns of novel miRNAs and their target genes in MT and WT during fruit development and ripening**. **(A)**, csi-miRN12; **(B)**, csi-miRN21.

## Discussion

### Identification and characterization of miRNAs and their targets in citrus fruits

In recent years, more and more miRNAs have been excavated in citrus (Xu et al., 2010; Zhang et al., 2012; Liu Y. et al., 2014; Wu et al., 2015). To date, 60 miRNAs from *C. sinensis* have been annotated in the miRBase database (release 21.0). However, there are 325 and 592 miRNAs uploaded to the miRBase database (release 21.0) from *Arabidopsis* and rice, respectively. Therefore, there are still a large number of novel miRNAs that needed to be identified in citrus. In this study, we identified 107 known miRNAs belonging to 53 families and 21 novel miRNAs from the fruit of navel orange (Tables S1, S2). Our study predominantly focused on the annotation of miRNAs in citrus fruit based on a later-ripening mutant (“Fengwan”) and its wild-type (“Fengjie 72-1”), with the aim of broadening our understanding of the regulation networks of miRNAs in citrus fruit ripening. To obtain high confidence miRNAs, two biological replicates of each sample were submitted for deep sequencing, and only the miRNAs detected in both two biological replicates were used. According to the results of distribution of different size smallRNAs (Figure 1) and amount of known and novel miRNAs identified in MT and WT (Figure S1), we found that the kinds of miRNAs did not show significant difference between MT and WT. Seventy-five percent (96/128) miRNAs were the same in MT and WT. 

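By exact tags in both replicates, 104 of the 106 known miRNAs and all 21 csi-miRN miRNAs were found in MT and in WT. A minimum of 10 counts in both replicates left 94 known miRNAs in MT and 87 in WT.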

Interestingly, two novel miRNAs (csi-miRN03 and csi-miRN11) were expressed at much higher levels than the known miRNAs in both MT and WT, indicating their importance in fruit ripening (Table S2).

Among the identified miRNAs, we found several differentially expressed miRNAs between MT and WT under a criterion (|log_2_(MT/WT)| ≥ 1 and prob. > 0.8). Only 14.95% (16/107) of the known miRNAs were differentially expressed between MT and WT; however, the ratio of differentially expressed novel miRNAs (38.10%) was much higher than that of known miRNAs. 

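In the edgeR fit, 7 of the 106 known miRNAs and 0 of the 21 csi-miRN miRNAs were called. The precursor-matching tags within 2 nt of the mature ends raised the known miRNAs to 10 up and 3 down and left the csi-miRN miRNAs at 0. For the 8 csi-miRN miRNAs of Figure 2, exact tags were present in all 4 libraries. The paper bases the higher share among csi-miRN miRNAs on its own calls.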

These results suggested that the known/conserved miRNAs were probably responsible for controlling the basic cellular and developmental processes, while the novel/non-conserved miRNAs were involved in the regulation of the specific or species-specific regulatory pathways and functions (Glazov et al., 2008).

Degradome sequencing or PARE has been applied to identify miRNA targets in many plants (Addo-Quaye et al., 2008; German et al., 2008; Liu, N. A. et al., 2014; Wu et al., 2015; Xia et al., 2015b). This method identifies authentic miRNA targets in a high-throughput manner. The RLM-RACE was generally used to evaluate the degradome results in many studies (Yang, X. et al., 2013; Liu, N. A. et al., 2014; Liu Y. et al., 2014) and showed that the miRNA targets identified by degradome sequencing were reliable. In addition, this approach can concurrently identify all cleavage products in the genome with a high sensitivity, compared with older techniques such as northern blotting or 5′ RACE (Xia et al., 2015b). In this study, we performed degradome sequencing and identified 225 target genes of 57 miRNAs (47 known miRNAs and 10 novel miRNAs; Table S3). However, there are still 60 known miRNAs and 11 novel miRNAs without identified targets in our results. There are two possible reasons for this result. For the miRNAs with low expression, the abundance of their cleaved targets might be too low to detect; for those miRNAs with high expression, they may primarily function by repressing translation of their targets.

Based on the results of this study, we generated an interaction diagram (Figure 7), which showed that the miRNAs may play important roles during citrus fruit development and ripening. Among these, csi-miR159-*GAMYBs* module may play a central role in citrus fruit ripening, and this regulation may function in combination with plant hormones, including ABA, gibberellin (GA), and ethylene (ETH). These data depict a picture of the regulation network involved in citrus fruit ripening at post-transcription level.

**Figure 7:**
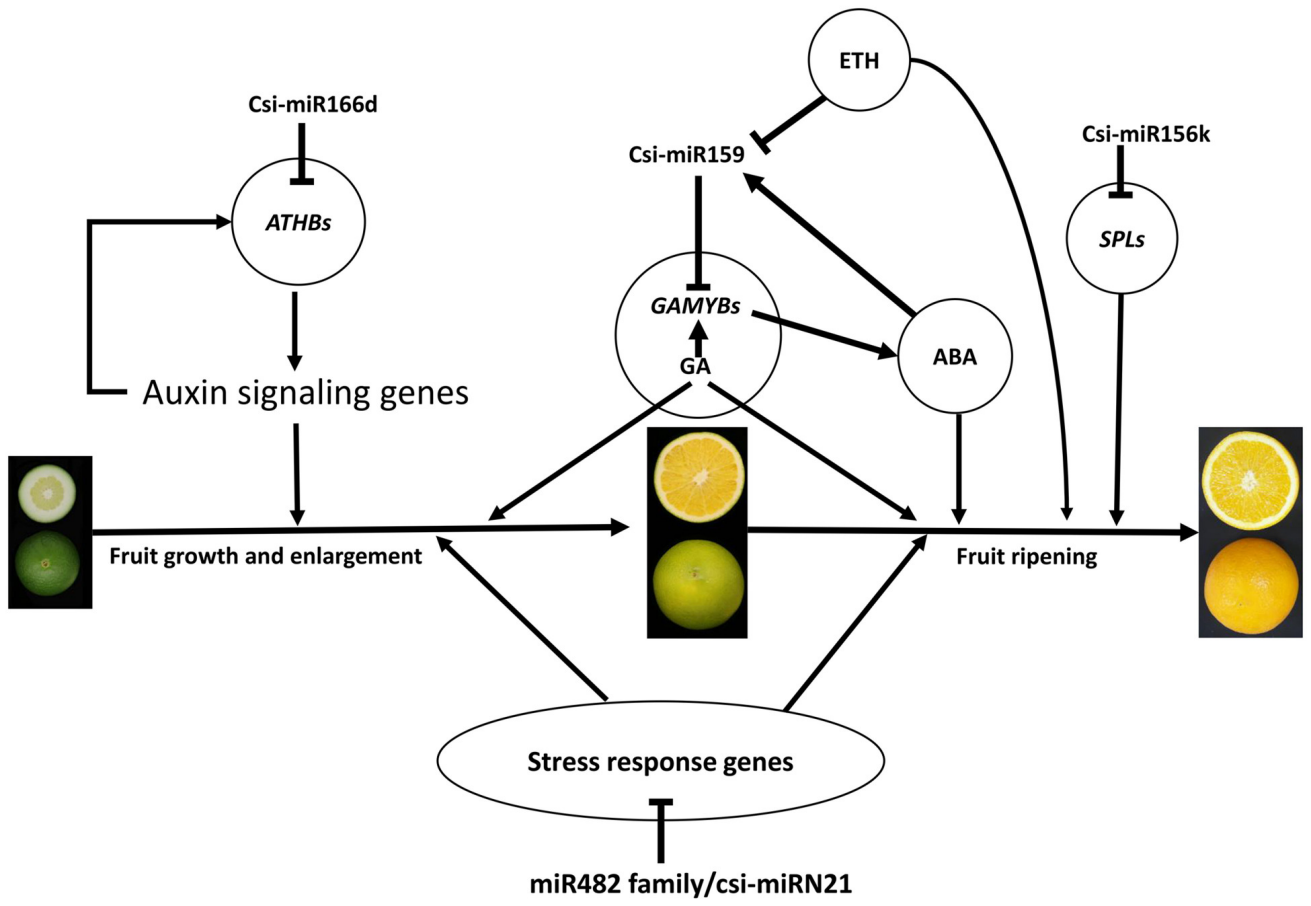
**A schematic model with the proposed roles of miRNAs involved in citrus fruit development and ripening**. ABA, abscisic acid; GA, gibberellic acid; ETH, ethylene.

### The stress response may play a significant role during citrus fruit ripening

According to the GO enrichment analysis of the targets of miRNAs, the biological processes related to the stress response were significant enriched, such as the innate immune response, salicylic acid biosynthetic process, response to stimulus, and response to stress (Figure 3 and Table S5). In addition, most of identified *PHAS* genes encoded resistance proteins (Table S6). The abundantly expressed miR482 family triggered a massive release of phasiRNAs from transcripts of disease resistance proteins which included many *NB-LRR* genes (Table S7). 

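Summed over the 7 listed members of the miR482 family, exact tags amounted to 701.7 ± 5.5 RPM (SD, n = 2) in MT and 624.1 ± 46.6 RPM (SD, n = 2) in WT. The members that Table S7 pairs with PHAS genes were a small part of the family sum, with csi-miR482a-3p (TCTTCCCTATGCCTCCCATTCC) the highest of those named miR482 at 6.9 RPM in MT and 10.0 RPM in WT. Reads of the listed phasiRNAs were 1.34% and 1.35% of all reads in MT and 1.11% and 1.05% in WT, over the 170 PHAS genes with listed sequences. The paper concludes that the miR482 family triggered the release of phasiRNAs from transcripts of disease resistance proteins.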

*NB-LRR* genes are one of the first lines of defense against pathogen infection (Dangl and Jones, 2001; Meyers et al., 2005; Yang,S. H. et al., 2013). The miR482/miR2118 superfamily, a significant trigger of the *NB-LRR* phasiRNAs, serves as the master regulator of *NB-LRR* genes in many eudicots by targeting the region coding for the critical P-loop motif in the highly conserved NBS (nucleotide-binding site) domain (Zhai et al., 2011; Li et al., 2012). This miRNA mediated regulation spawns secondary phasiRNAs, a layer of control with potential roles in defense or symbiosis (Zhai et al., 2011). In our previous studies (Wu et al., 2014b; Zhang et al., 2014), several differentially expressed genes and proteins related to the stress response were also identified during citrus fruit ripening. For instance, seven differential abundance heat shock proteins and 11 differential expression heat shock protein transcripts were identified between “Fengjie 72-1” and “Fengwan” during fruit ripening in proteomic data and transcriptomic data, respectively (Wu et al., 2014b). In addition, several genes related to ascorbate and aldarate metabolism and jasmonic acid metabolism, which are involved in the stress response, were also identified to be differential expressed between citrus wild type and late-ripening mutant and/or among different development stages of citrus fruit (Wu et al., 2014b; Zhang et al., 2014). ABA was shown to be a significant regulator during fruit ripening in both climacteric and non-climacteric fruits and is also a significant regulator of the stress response (Zhang et al., 2009; Jia et al., 2011, 2013; Leng et al., 2014; Luo et al., 2014). Therefore, we proposed that the stress response process may play an important role during citrus fruit ripening, in which ABA may act as a junction between the stress response and the ripening process (Figure 7).

### Regulation networks of miRNAs in the ripening of citrus fruit

miR156 is a highly conserved and expressed miRNA family in the plant kingdom and has been shown to take part in the regulation of flower and fruit development by targeting the SQUAMOSA-promoter binding-like (*SPL*) family (Xing et al., 2013; Silva et al., 2014; Wang, 2014). 

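Summed over the 7 listed members of the miR156 family, exact tags amounted to 1424 ± 234 RPM (SD, n = 2) in MT and 1483 ± 642 RPM (SD, n = 2) in WT, a difference smaller than the spread between replicates. csi-miR156k itself had 18.1 ± 1.1 RPM (SD, n = 2) in MT and 16.5 ± 0.2 RPM (SD, n = 2) in WT, with an adjusted p of 0.74 from edgeR. DESeq2 gave it a log2(MT/WT) of -0.09.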

In the present study, the miR156 family was highly expressed in citrus fruit, and csi-miR156k was significantly different between MT and WT (Figure 4 and Table S1). In *Arabidopsis*, miR156-targeted *SPL3* positively and directly regulates the MADS box genes *AP1, FUL*, and the central regulator of flowering *LEAFY* (Yamaguchi et al., 2009). Interestingly, *FUL* is a well-characterized regulator of cell differentiation during the early stages of *Arabidopsis* fruit development and *FUL-like* genes appear to play a role in fruit development in two basal eudicot *Papaveraceae* species by promoting normal development of the fruit wall during fruit maturation (Gu et al., 1998; Pabón-Mora et al., 2012). In tomato, the miR156-targeted *SlySBP* gene *CNR* (a *SPL* family member) acts as a crucial factor controlling fruit ripening (Manning et al., 2006). Over-expression of the *AtMIR156b* precursor in tomato cv. Micro-Tom led to the down-regulation of most *SlySBP* genes in the developing ovaries and an alteration of morphology, with fruits characterized extra carpels and ectopic structures (Silva et al., 2014). In the present study, four csi-miR156k-targeted *SPL* genes were identified, and the expression patterns of these genes were different between MT and WT during fruit development and ripening (Figure 5A). These results indicated that miR156 might play an important role in citrus fruit ripening (Figure 7).

In previous studies, miR159 was characterized to regulate the expressions of *GAMYB-like* genes at the post-transcriptional level and play significant roles in leaf, flower and seed maturation (Millar and Gubler, 2005; Tsuji et al., 2006; Reyes and Chua, 2007). In strawberry (*Fragaria* × *ananassa*), transient silencing of *FaGAMYB* using RNAi caused an arrest in the ripening of the receptacle and inhibited color formation; in addition, a reduction of ABA biosynthesis and sucrose content was also caused by silencing *FaGAMYB* which act upstream of the known regulator ABA (Vallarino et al., 2015). During *Arabidopsis* seed germination, ABA induces the accumulation of miR159, and over-expression of miR159 renders plants hyposensitive to ABA (Reyes and Chua, 2007). The *GAMYB* gene in barley is upregulated by the GA transduction pathway in both anthers and seeds (Murray et al., 2003) and over-expression of miR159 or disruption of the GA biosynthesis pathway delays flowering and reduces fertility (Achard et al., 2004; Cheng et al., 2004). In tomato fruit, Zuo et al. (2012) reported that the expression of miR159 is efficiently repressed by ethylene (ETH) treatment. Therefore, miR159, which regulates the spatiotemporal expression pattern of *GAMYB* genes, constitutes a major connection among at least three hormones—namely GA, ABA, and ETH (Curaba et al., 2014). 

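csi-miR159 (TTTGGATTGAAGGGAGCTCTA) had 52.9 ± 5.1 RPM (SD, n = 2) in MT and 22.6 ± 1.2 RPM (SD, n = 2) in WT by exact tags at 170 DAF. Its log2(MT/WT) was 1.23 (standard error 0.27, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both MT libraries were above both WT libraries. The fit with the replicate number as a block gave 1.22 (adjusted p = 0.040 from edgeR; correlation of the replicate differences across miRNAs, -0.008). TMM normalization lowered the value most, to 0.97 (adjusted p = 0.11 from edgeR). With each replicate left out in turn the value stayed between 1.13 and 1.32, and the adjusted p from edgeR was between 0.043 and 0.193, under the threshold only without MT replicate 2.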

In the present study, csi-miR159 was differentially expressed between MT and WT, and the targets of csi-miR159, including two *GAMYBs*, Polygalacturonase inhibitor 1 and *NOZZLE*, were also differentially expressed between MT and WT during fruit development and ripening (Table 2, Figures 4, 5). These results indicated that csi-miR159 may be an important regulator of citrus fruit development and ripening and may play a significant role in the formation of later-ripening trait in MT (Figure 7).

Moreover, in the present study, csi-miR166d and its targets were all differentially expressed between MT and WT (Figures 4, 5). The targets of csi-miR166d included three *ATHBs* genes and one HD-ZIP III protein REVOLUTA which are involved in regulation of auxin signaling (Baima et al., 2014). In previous studies, miR166 was reported to be a critical factor for vascular development (Kim et al., 2005) and played a role in regulating SAM formation and floral development (Jung and Park, 2007). Here, csi-miR166d might be involved in the regulation of citrus fruit development through interacting with auxin signaling pathway (Figure 7).

In conclusion, numerous miRNAs are expressed during citrus fruit ripening and are differentially regulated between MT and WT. Several significant miRNAs and targets were identified in this study, such as csi-miR156k, csi-miR159, csi-miR166d, csi-miRN21, *GAMYBs, SPLs*, and *ATHBs*. The identification of miRNAs and their target genes provide new clues for future investigation of the mechanisms that regulate citrus fruit ripening.

## Author contributions

Conceived and designed the experiments: HY, JW. Performed the experiments: JW, SZ, and GF. Analyzed the data: JW. Contributed reagents/materials/analysis tools: HY. Wrote the paper: JW, HY.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DAF: Days after flowering
MT_bio1/MT_bio2: Biological replicate 1/2 of MT
WT_bio1/WT_bio2: Biological replicate 1/2 of WT
phasiRNA: Phased secondary small interfering RNA
*PHAS* gene: The gene targeted by miRNAs to generate phasiRNAs
pre-miRNA: Precursor of miRNA
tasiRNA: *Trans*-acting siRNA
qRT-PCR: Quantitative real time transcription-polymerase chain reaction.

# Supplementary material for: Comparative Analysis of miRNAs and Their Target Transcripts between a Spontaneous Late-Ripening Sweet Orange Mutant and Its Wild-Type Using Small RNA and Degradome Sequencing
**Source:** Front Plant Sci. 2016 Sep 21;7:1416. doi: 10.3389/fpls.2016.01416

Secondary structure for csi-miR144b

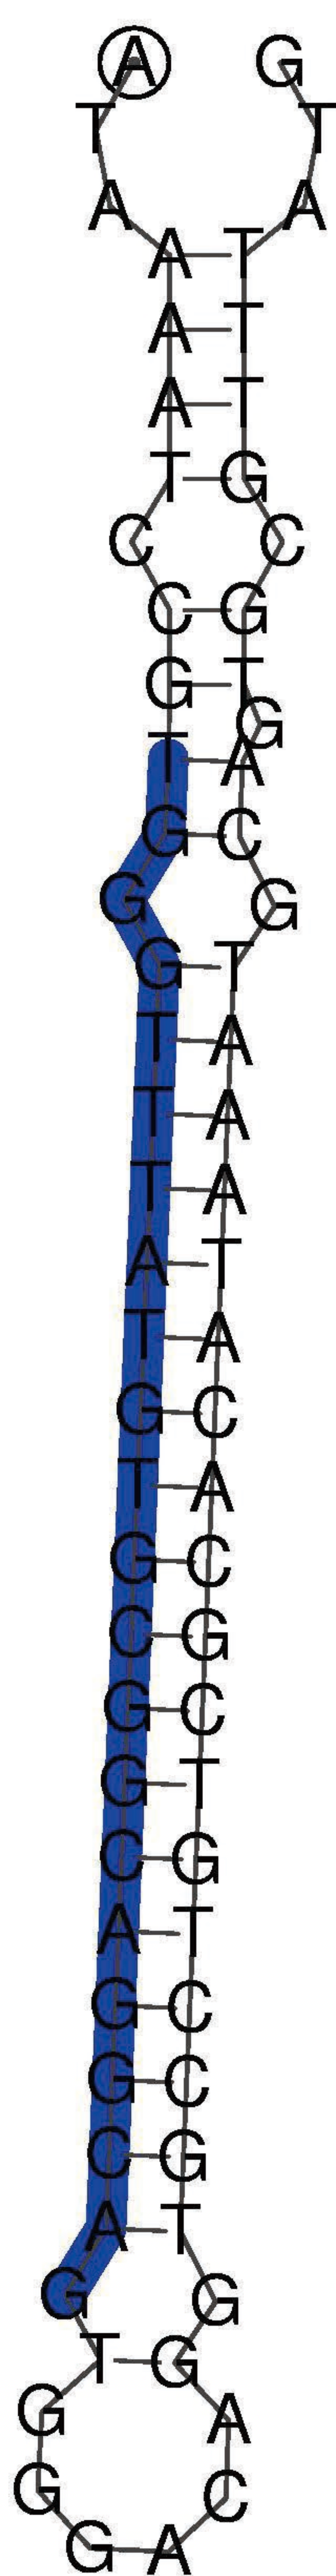

## Secondary structure for csi-miR1446

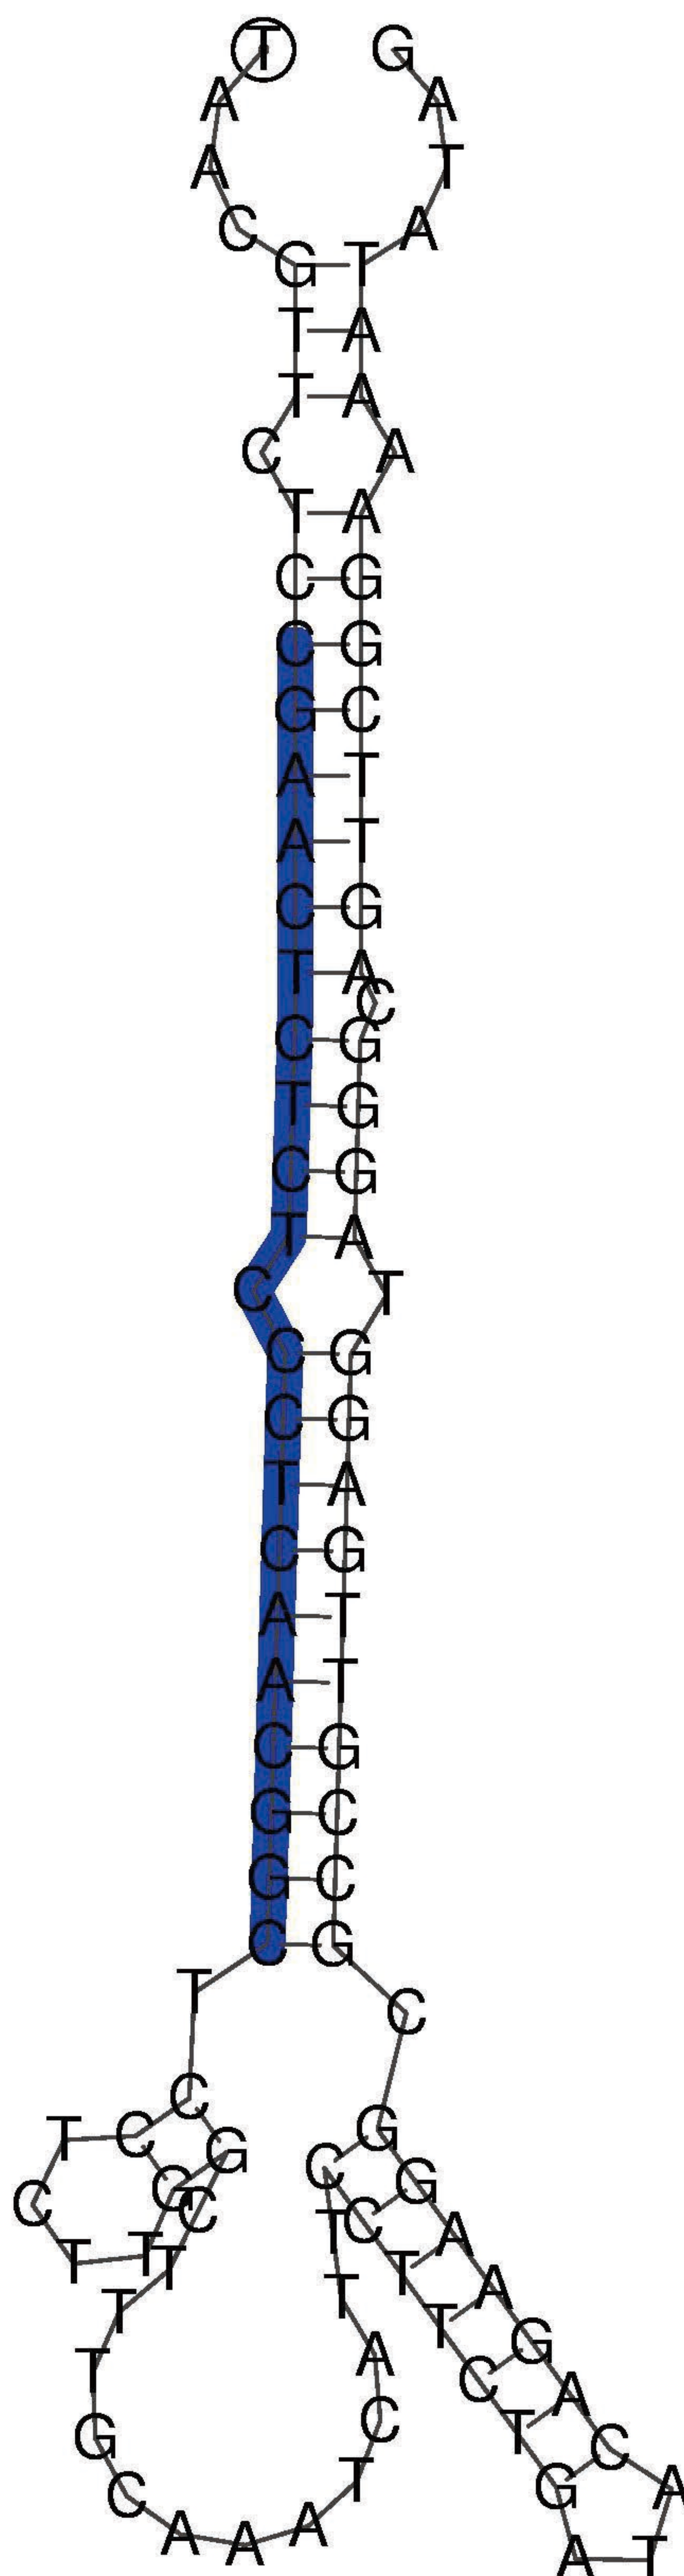

## Secondary structure for csi-miR1515

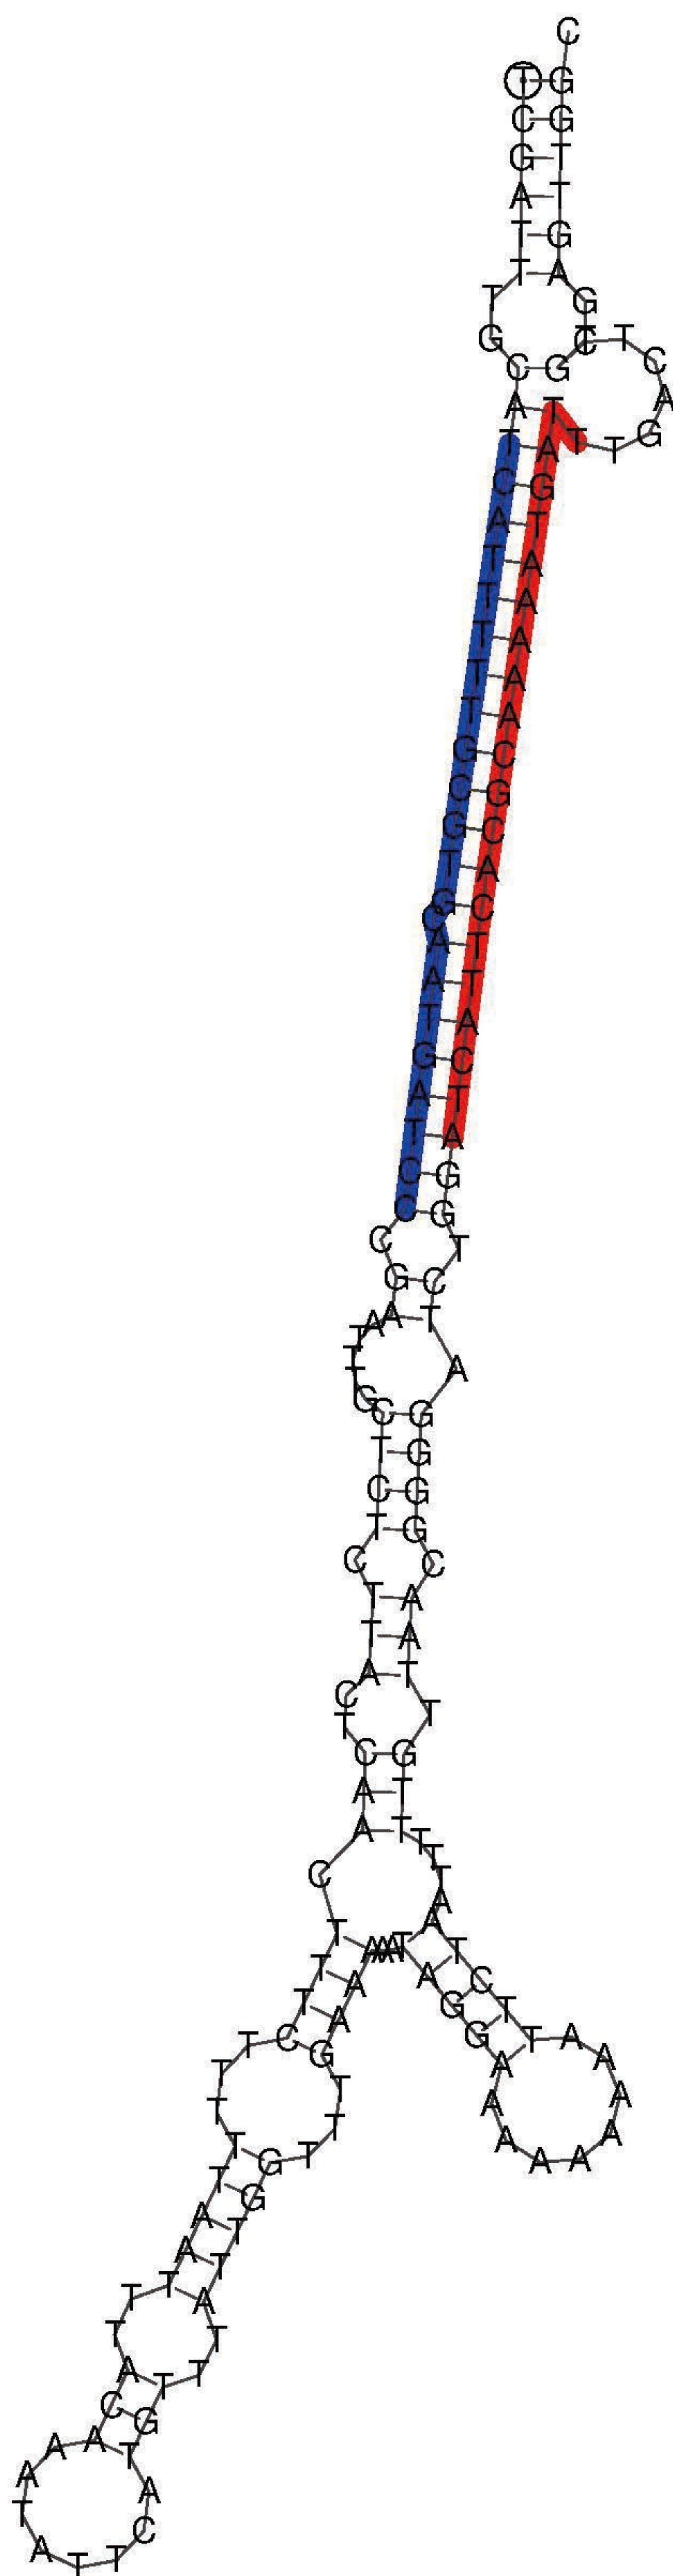

Secondary structure for csi-miR156

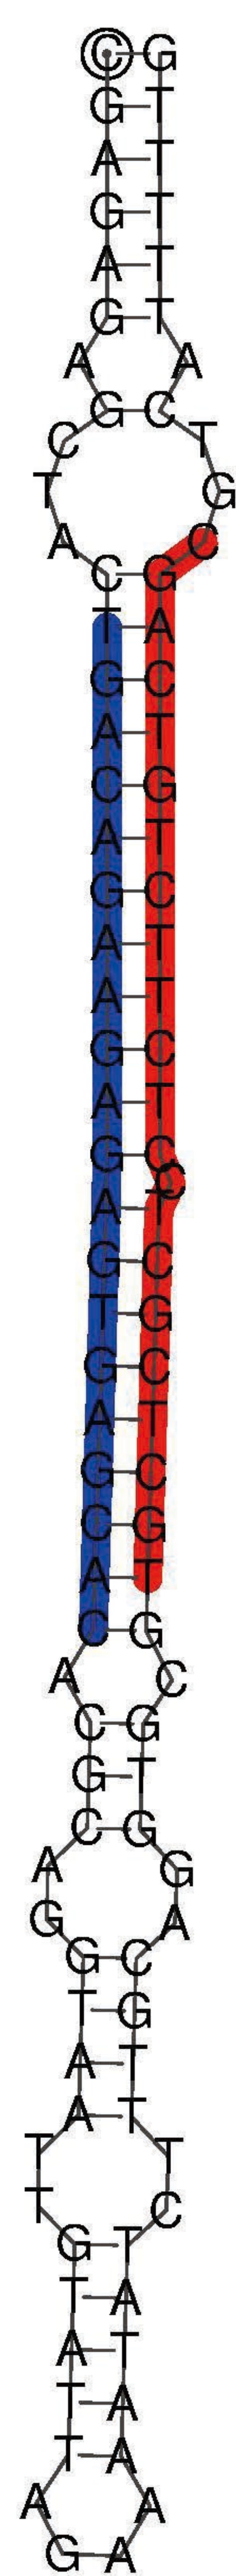

## Secondary structure for csi-miR156a

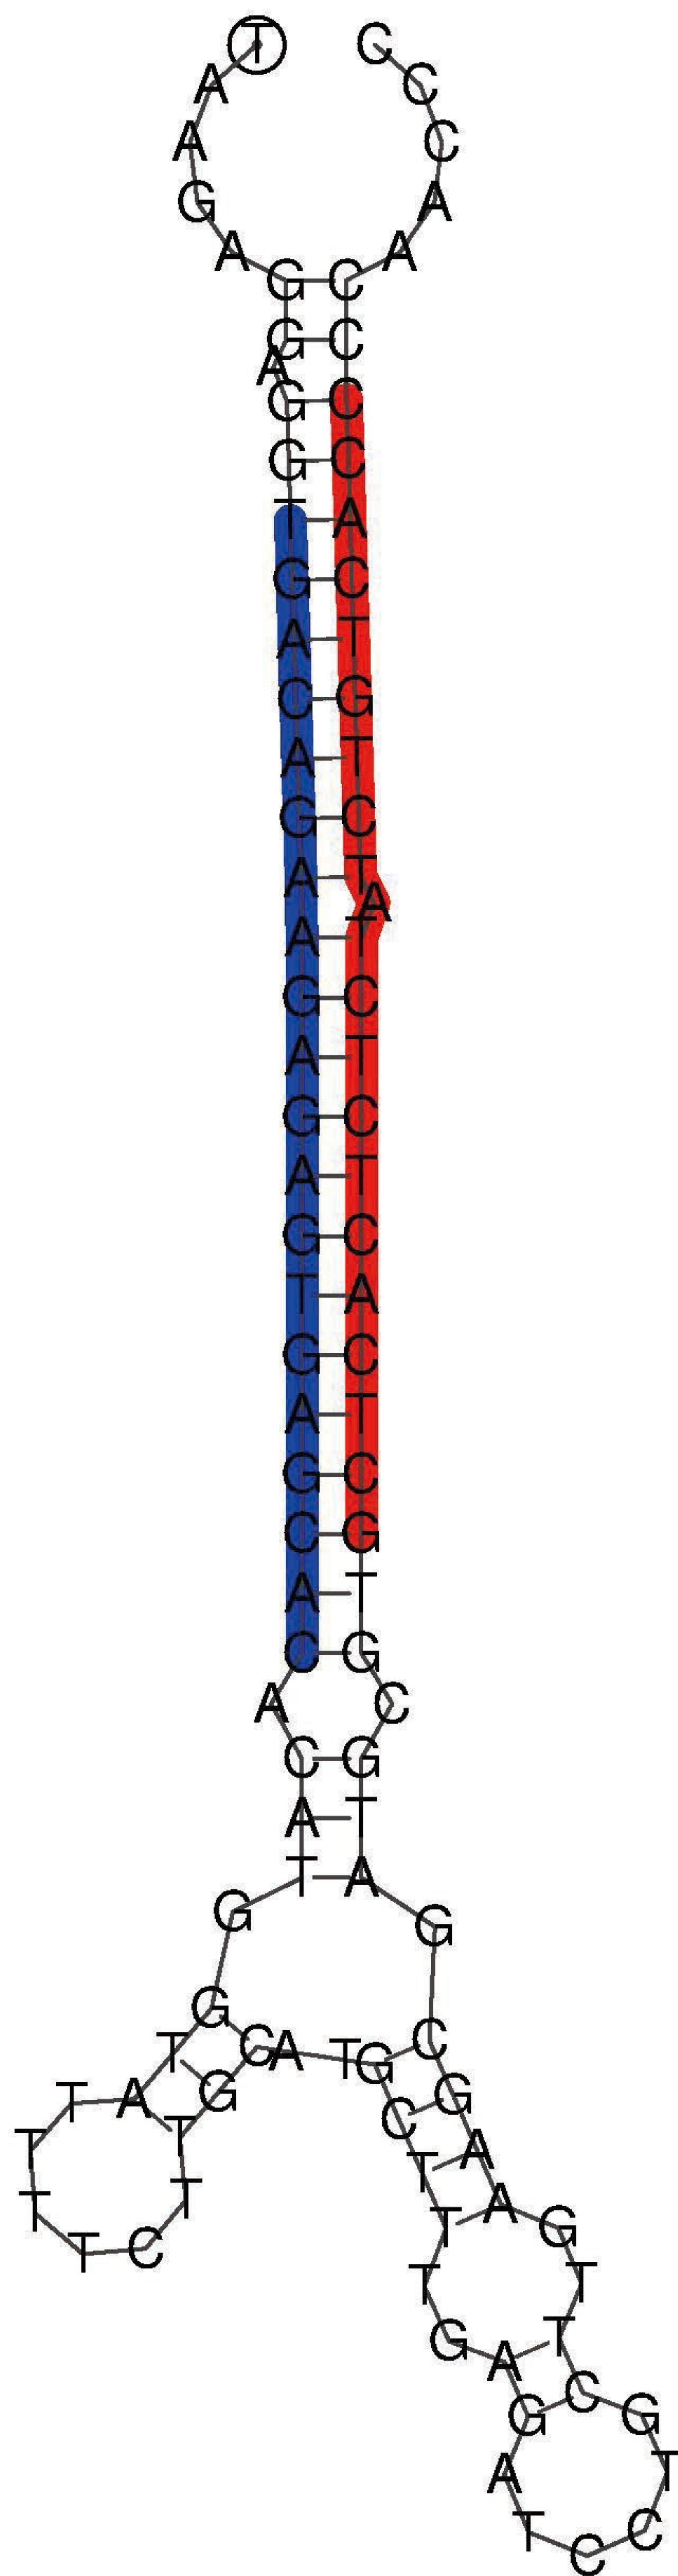

## Secondary structure for csi-miR156c

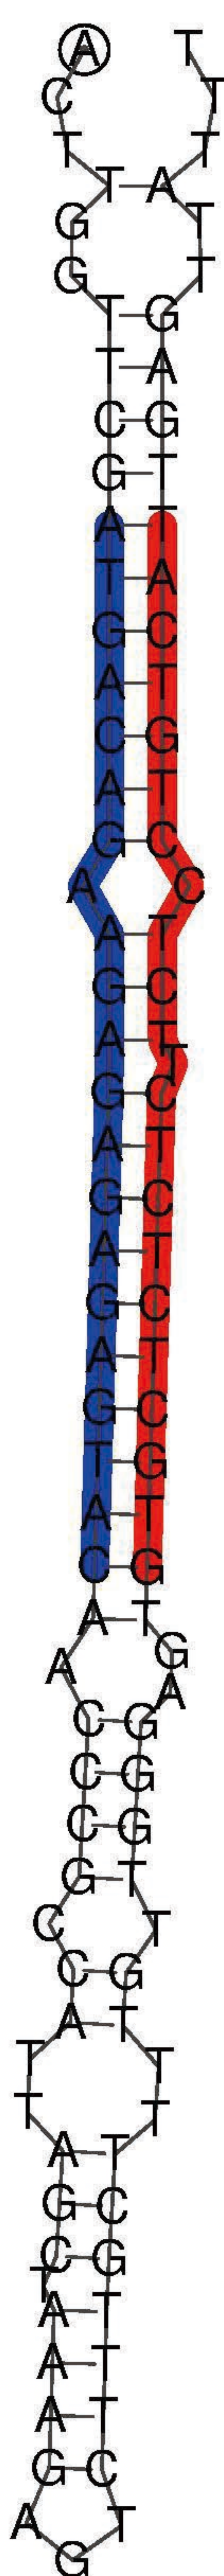

### Secondary structure for csi-miR156d-3p

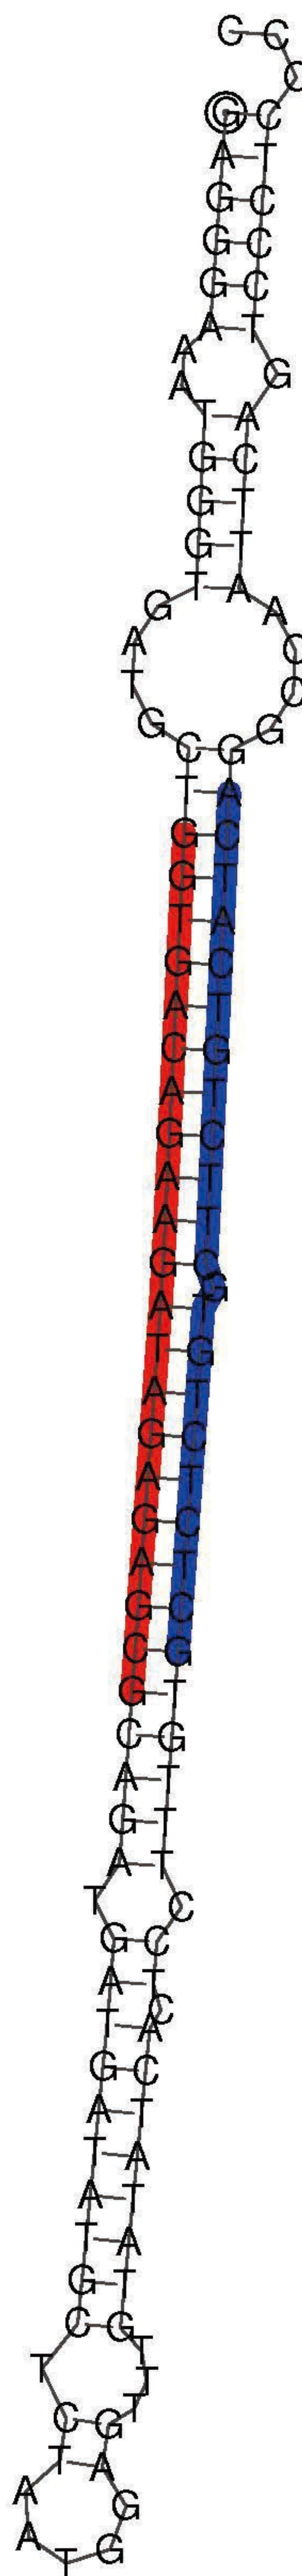

## Secondary structure for csi-miR156k

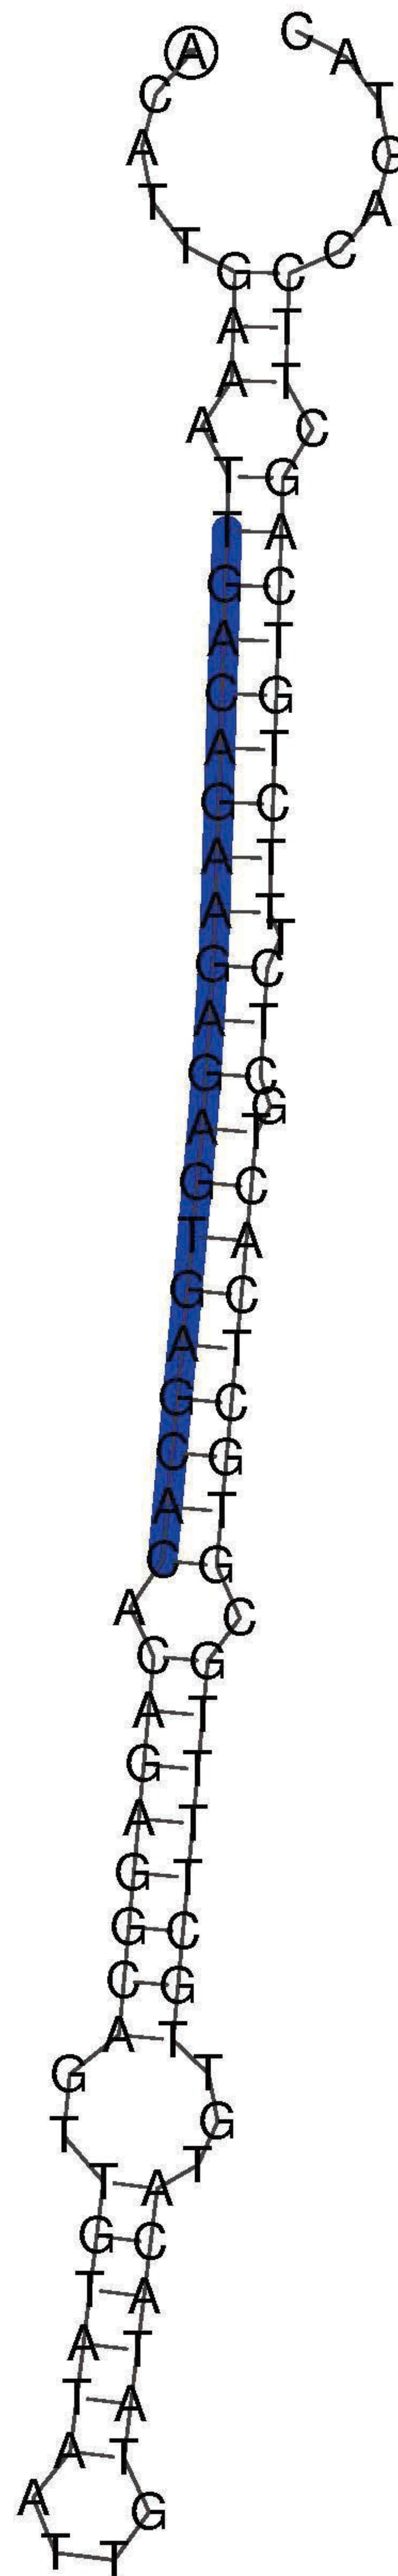

Secondary structure for csi-miR157a

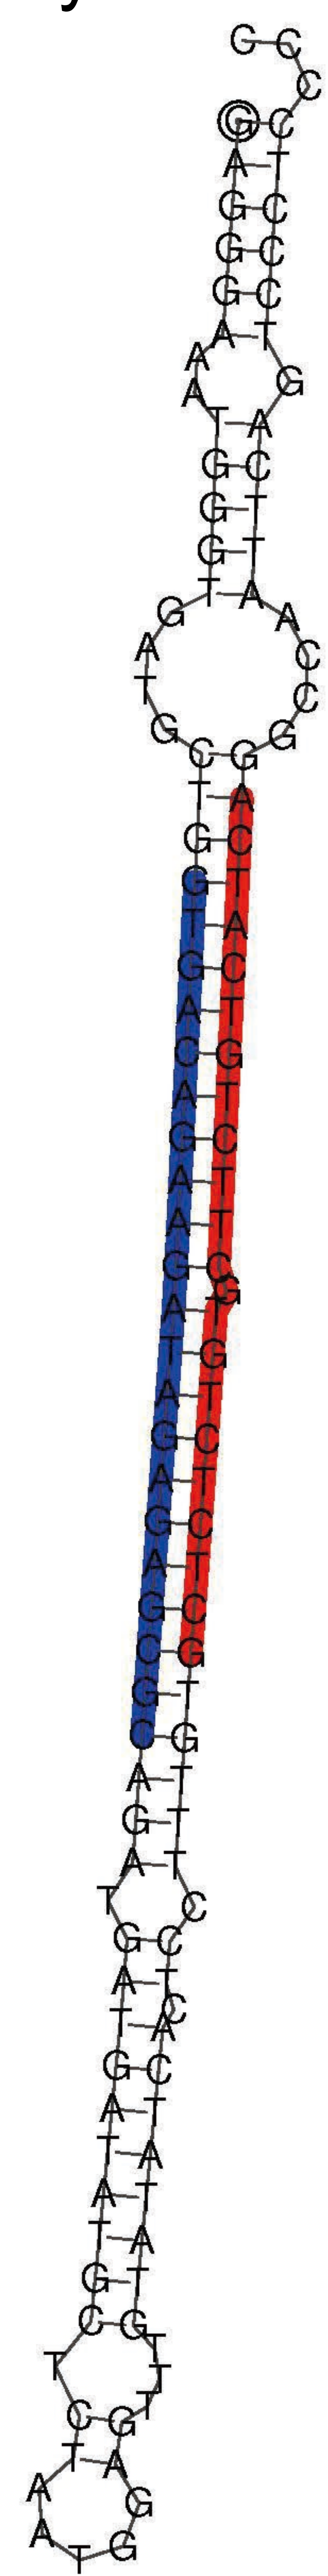

Secondary structure for csi-miR157d

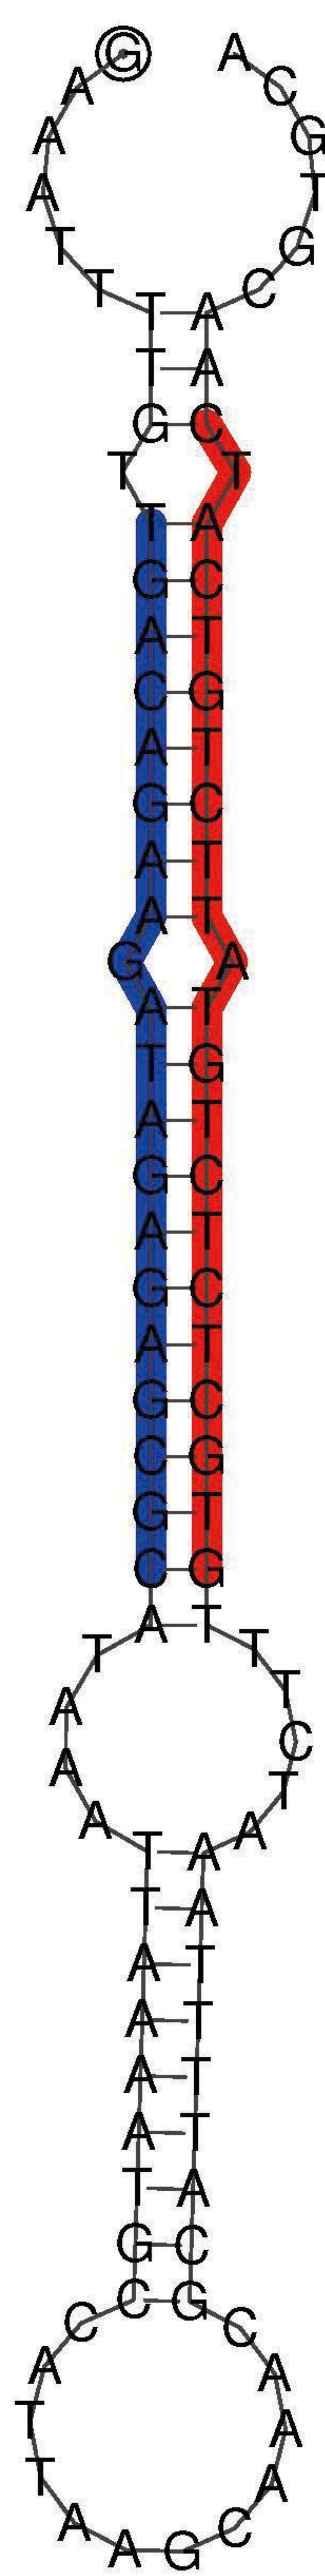

Secondary structure for csi-miR159

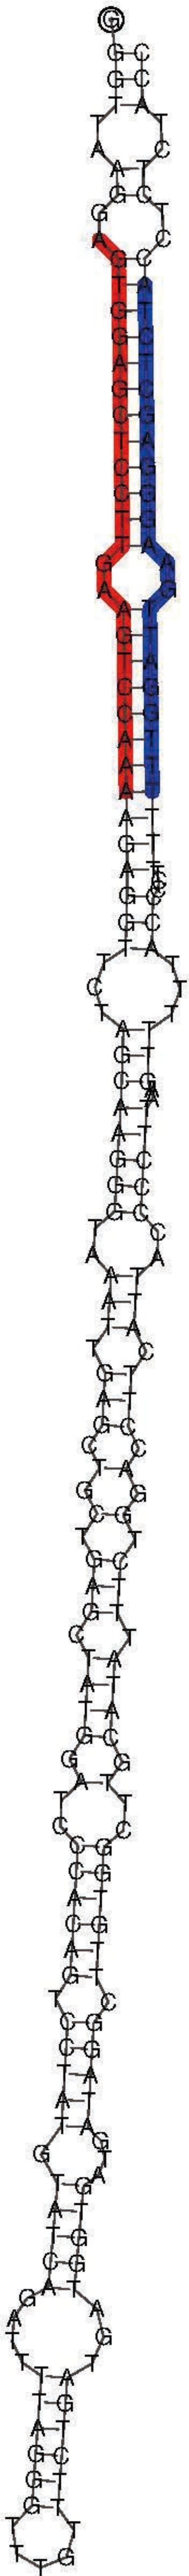

Secondary structure for csi-miR160

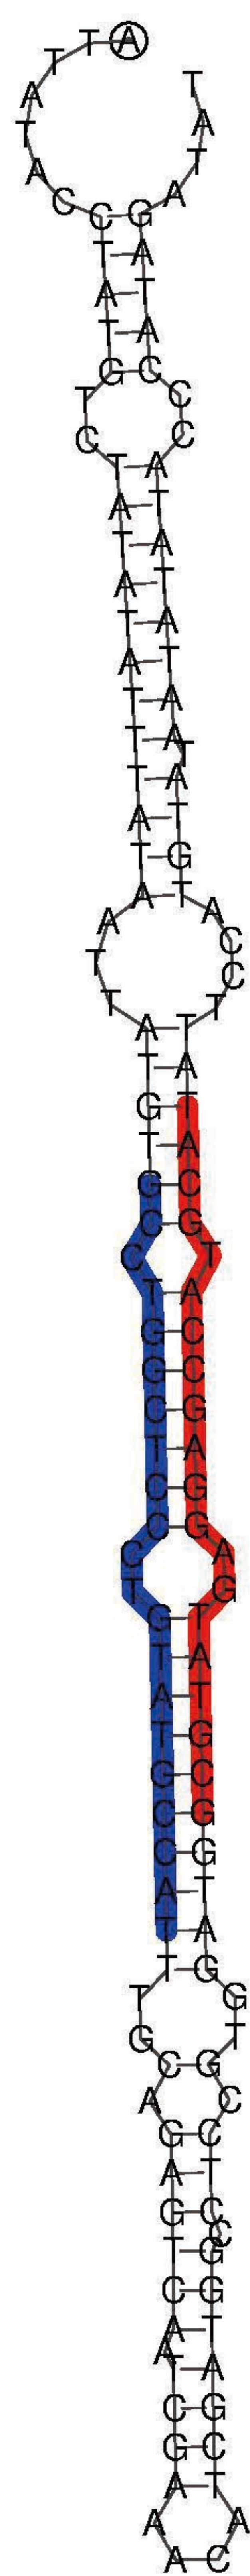

## Secondary structure for csi-miR160a-3p

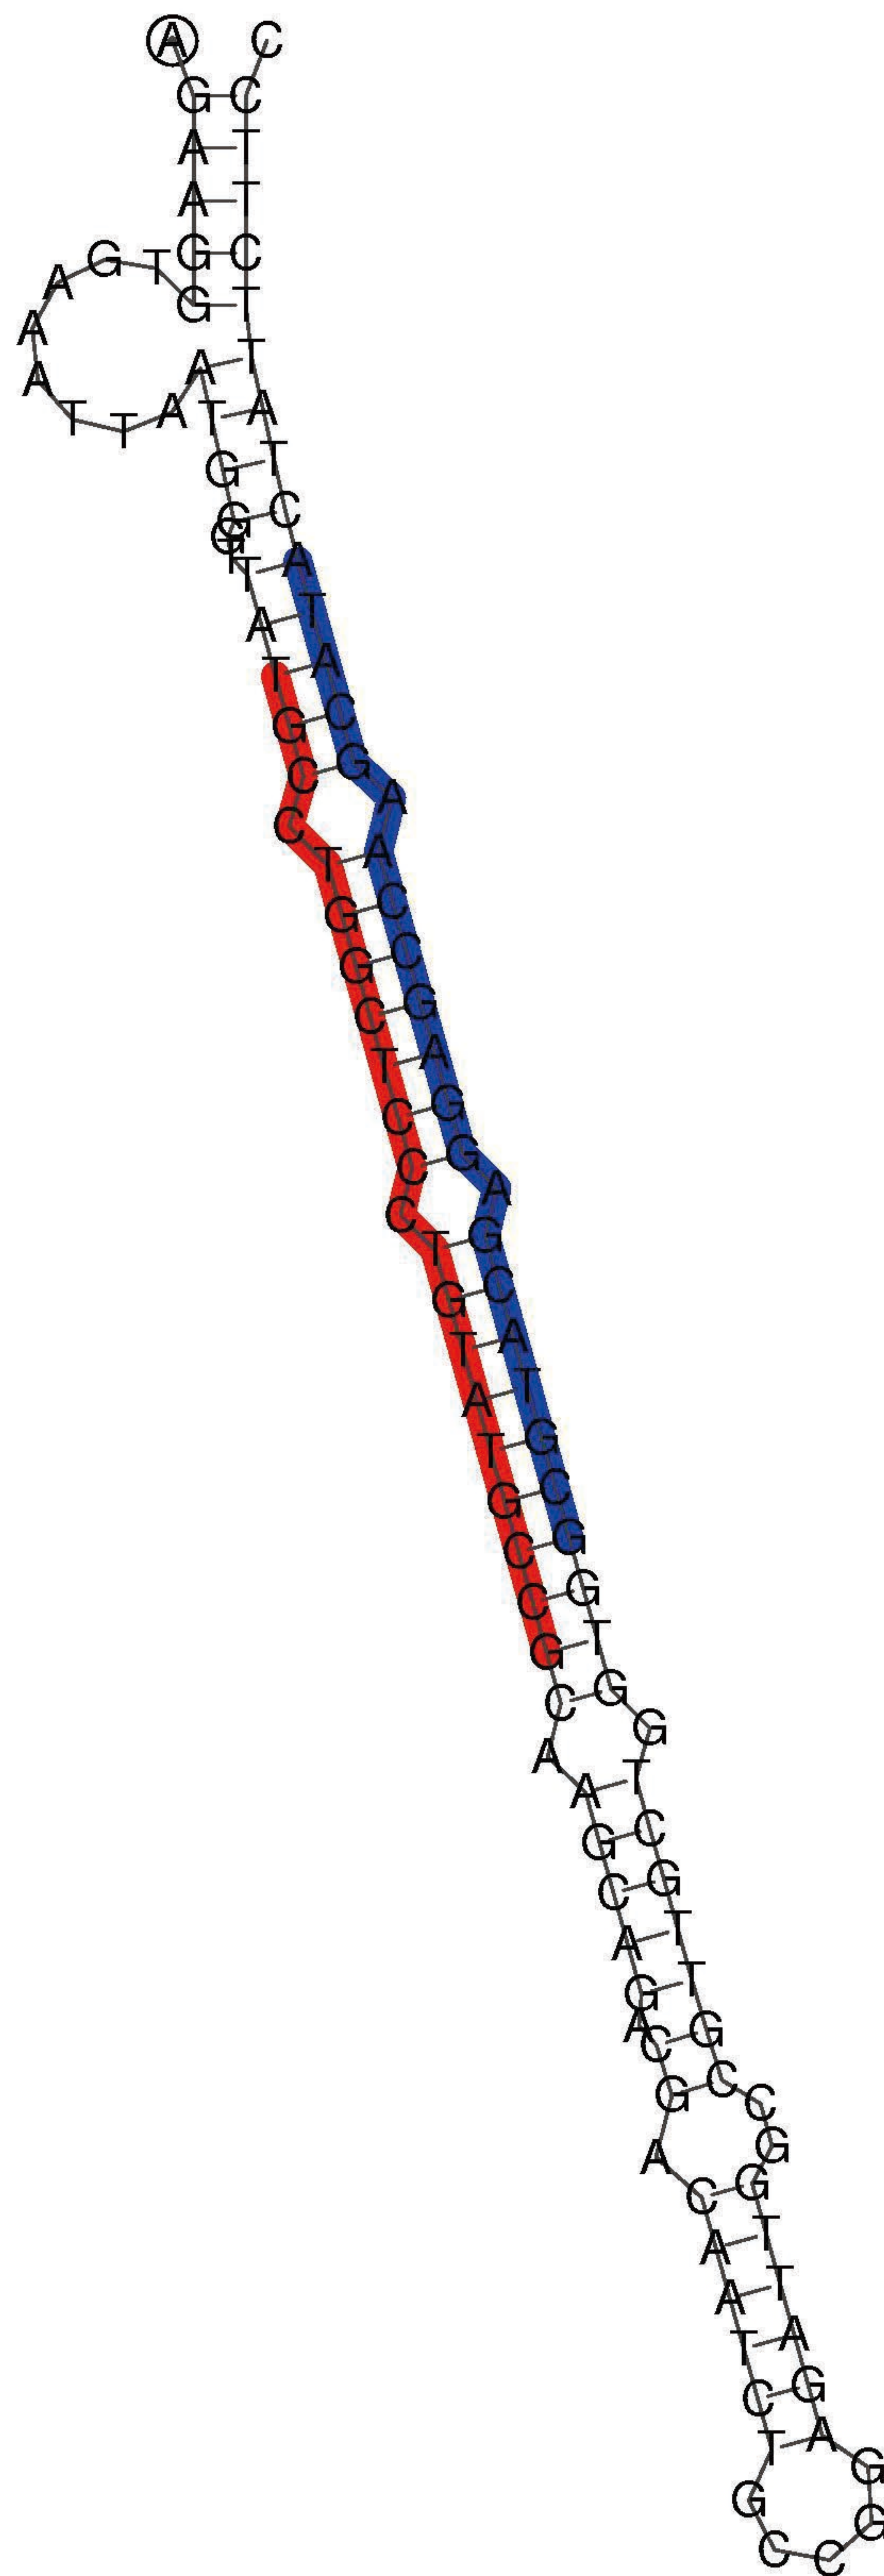

Secondary structure for csi-miR160b-3p

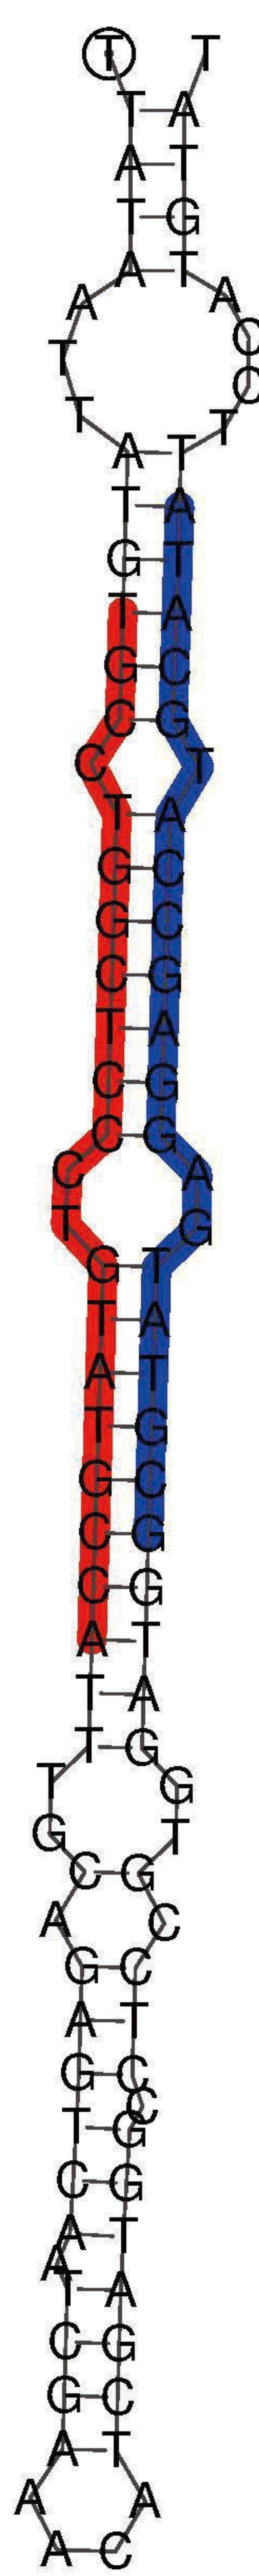

## Secondary structure for csi-miR160d-3p

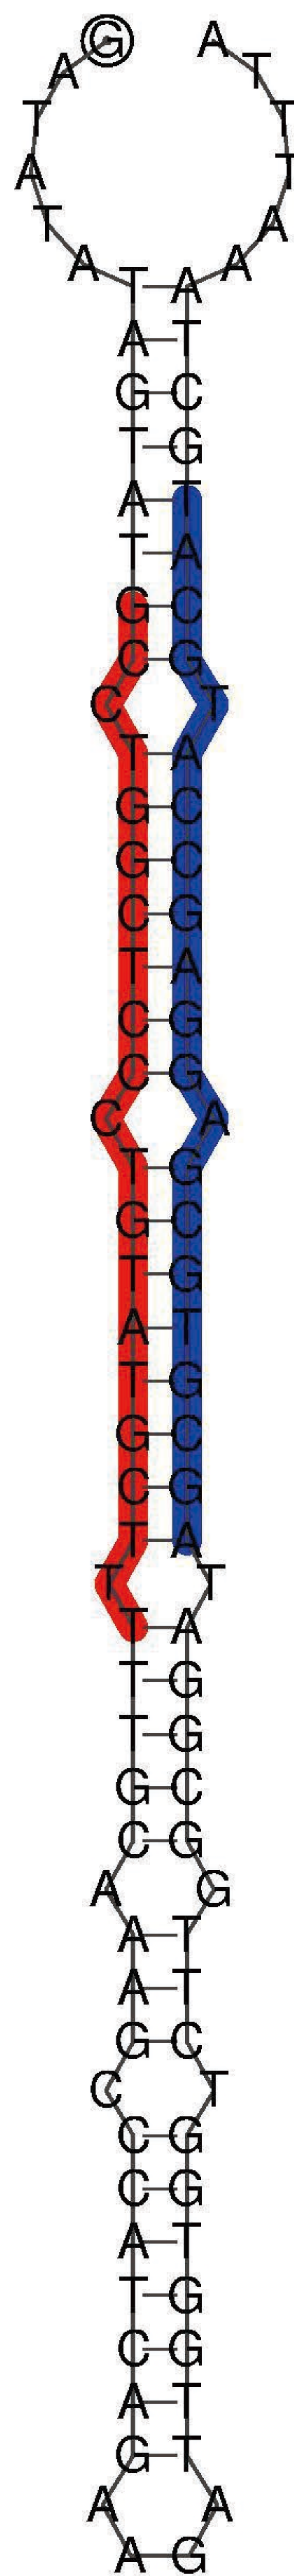

Secondary structure for csi-miR162-3p

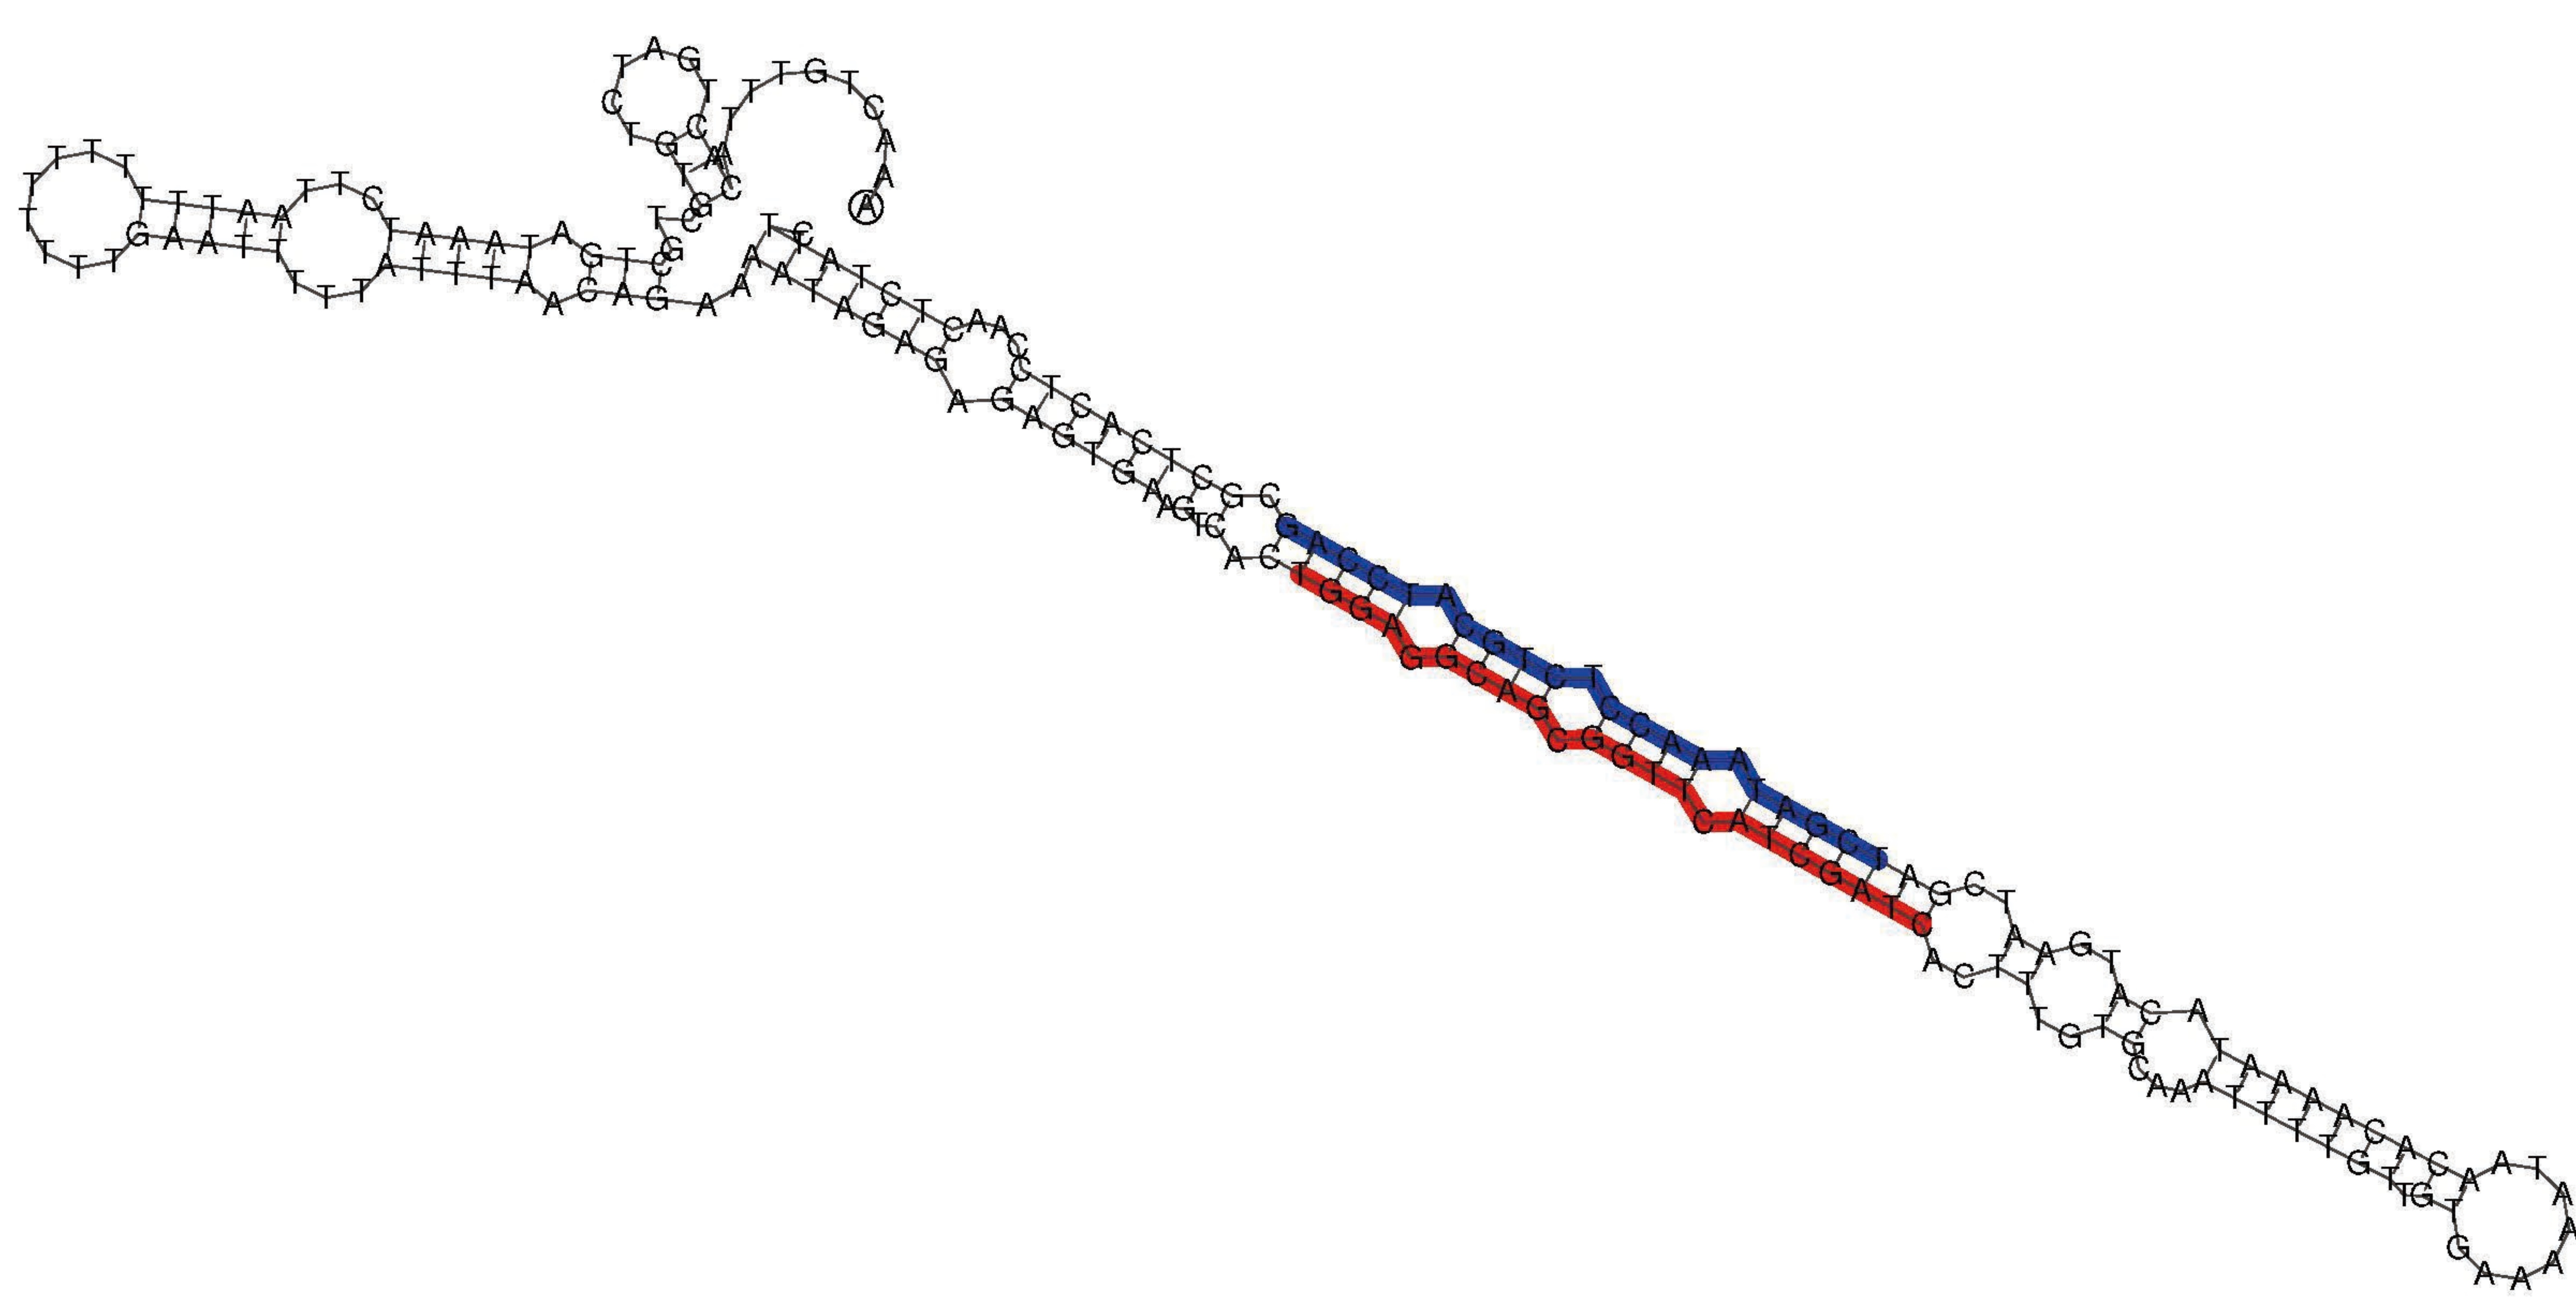

Secondary structure for csi-miR162-5p

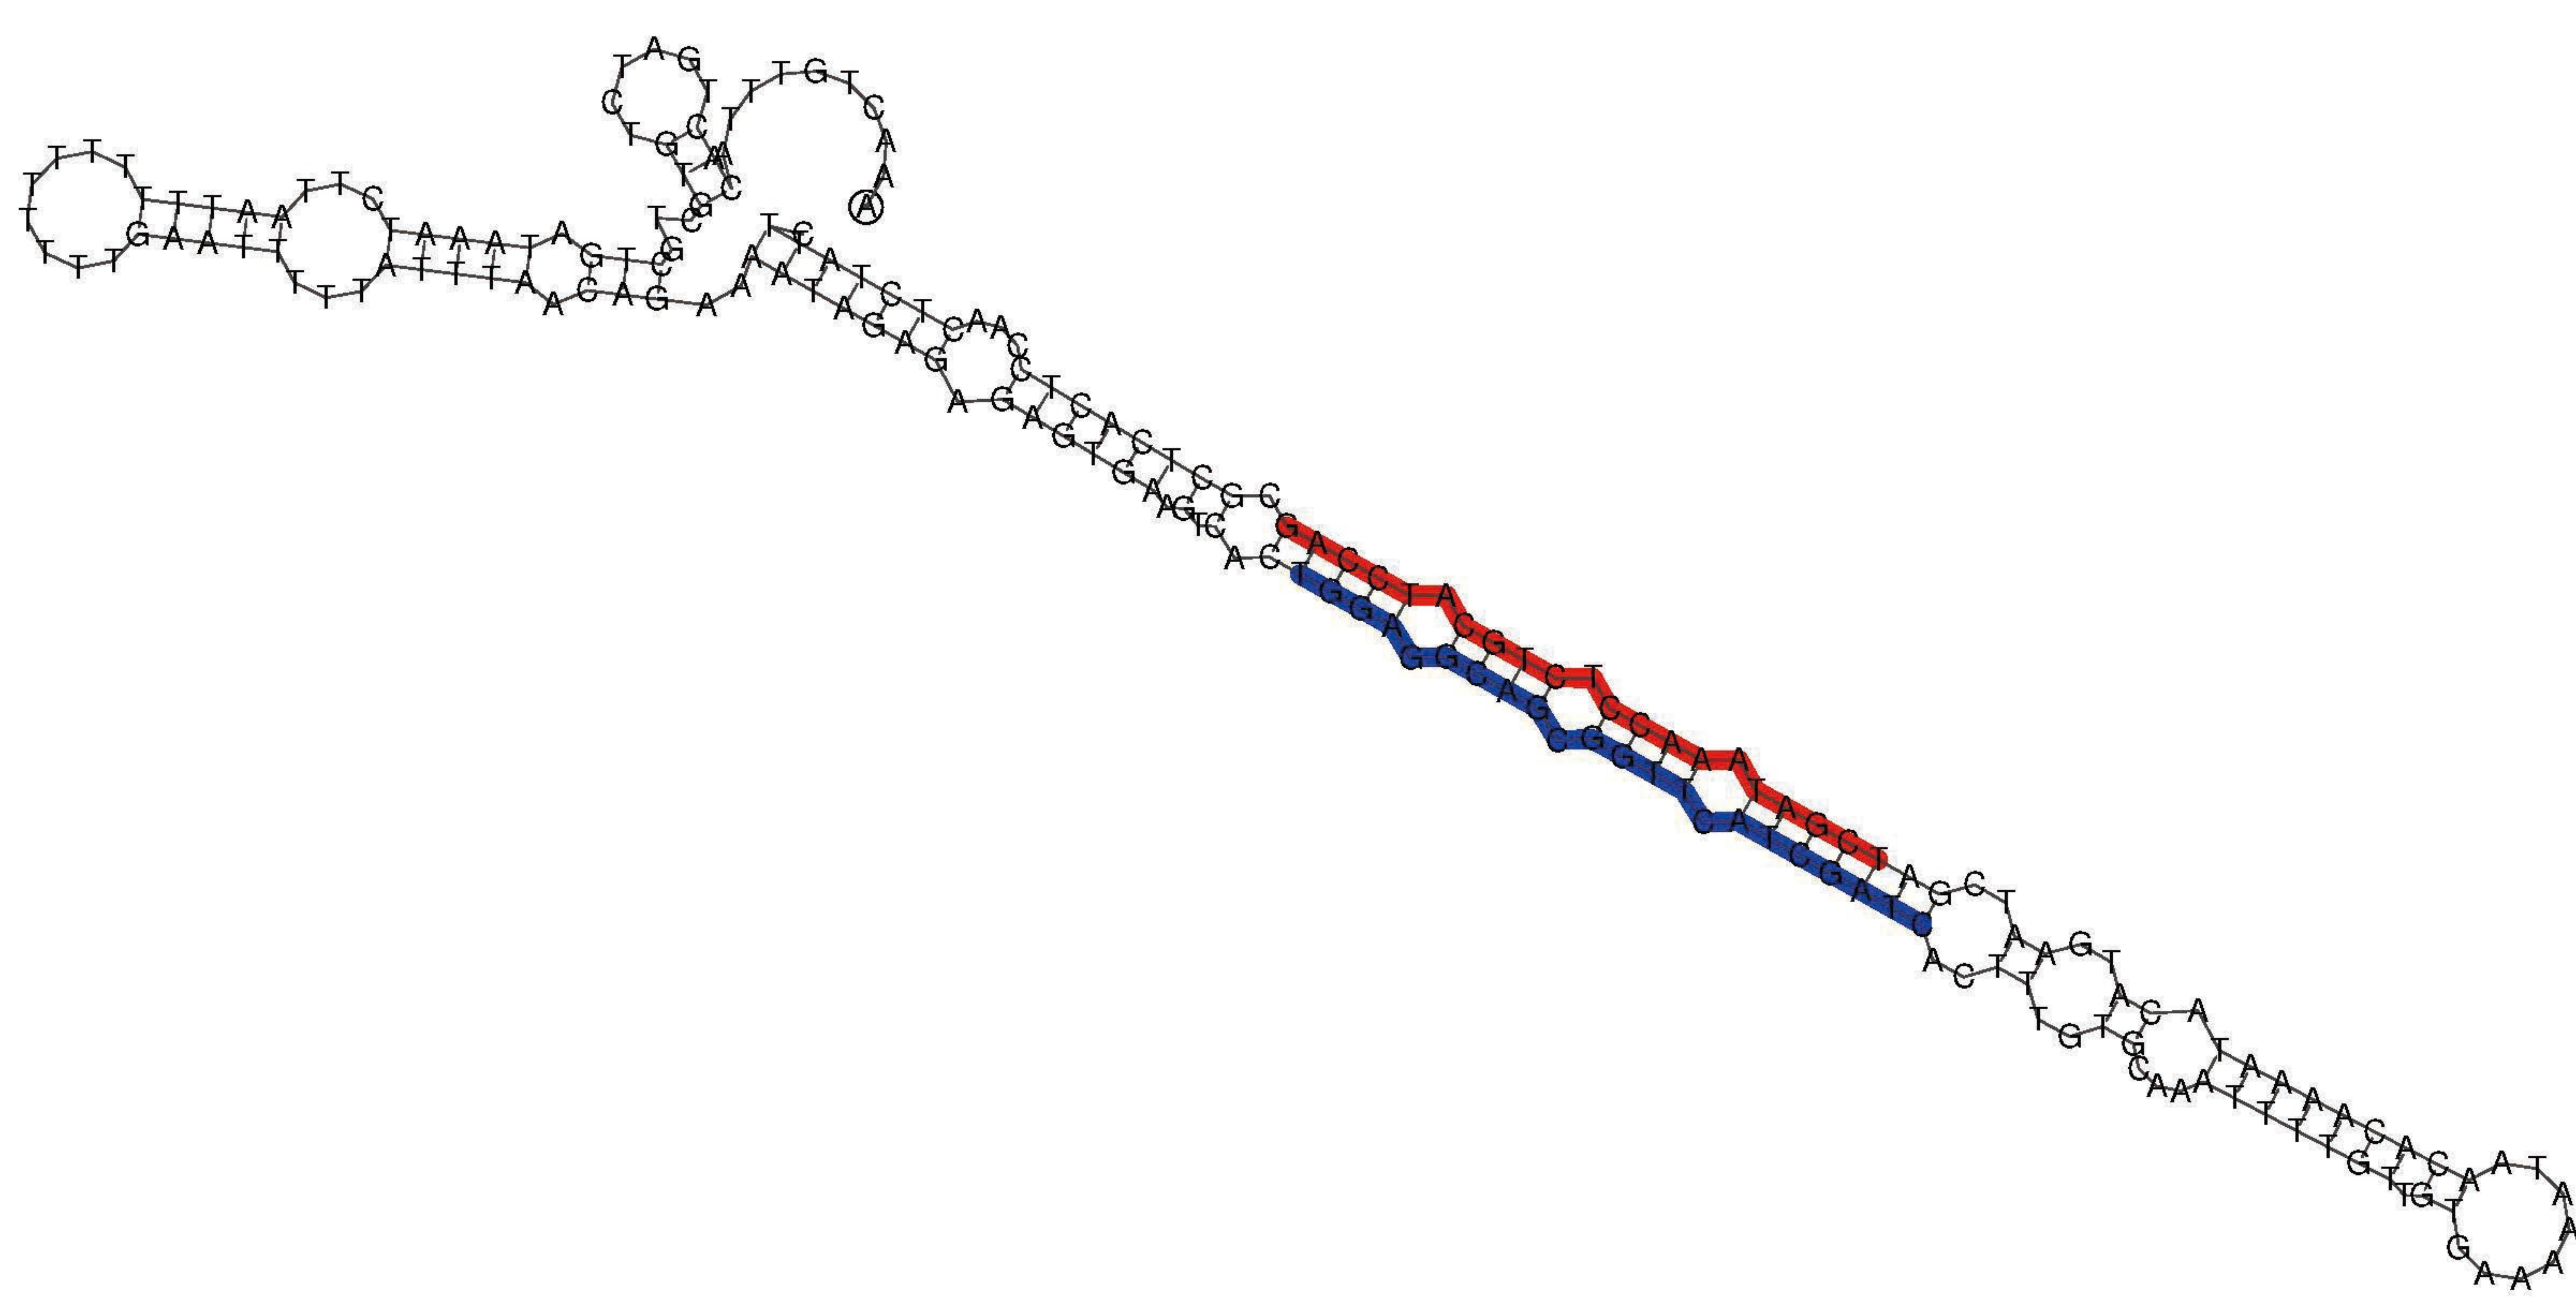

Secondary structure for csi-miR162a-5p

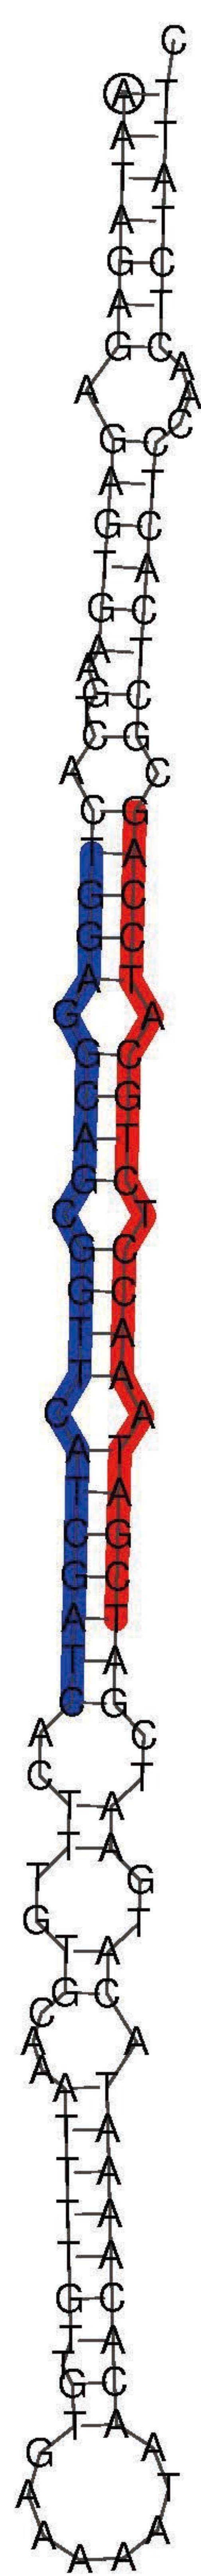

Secondary structure for csi-miR164

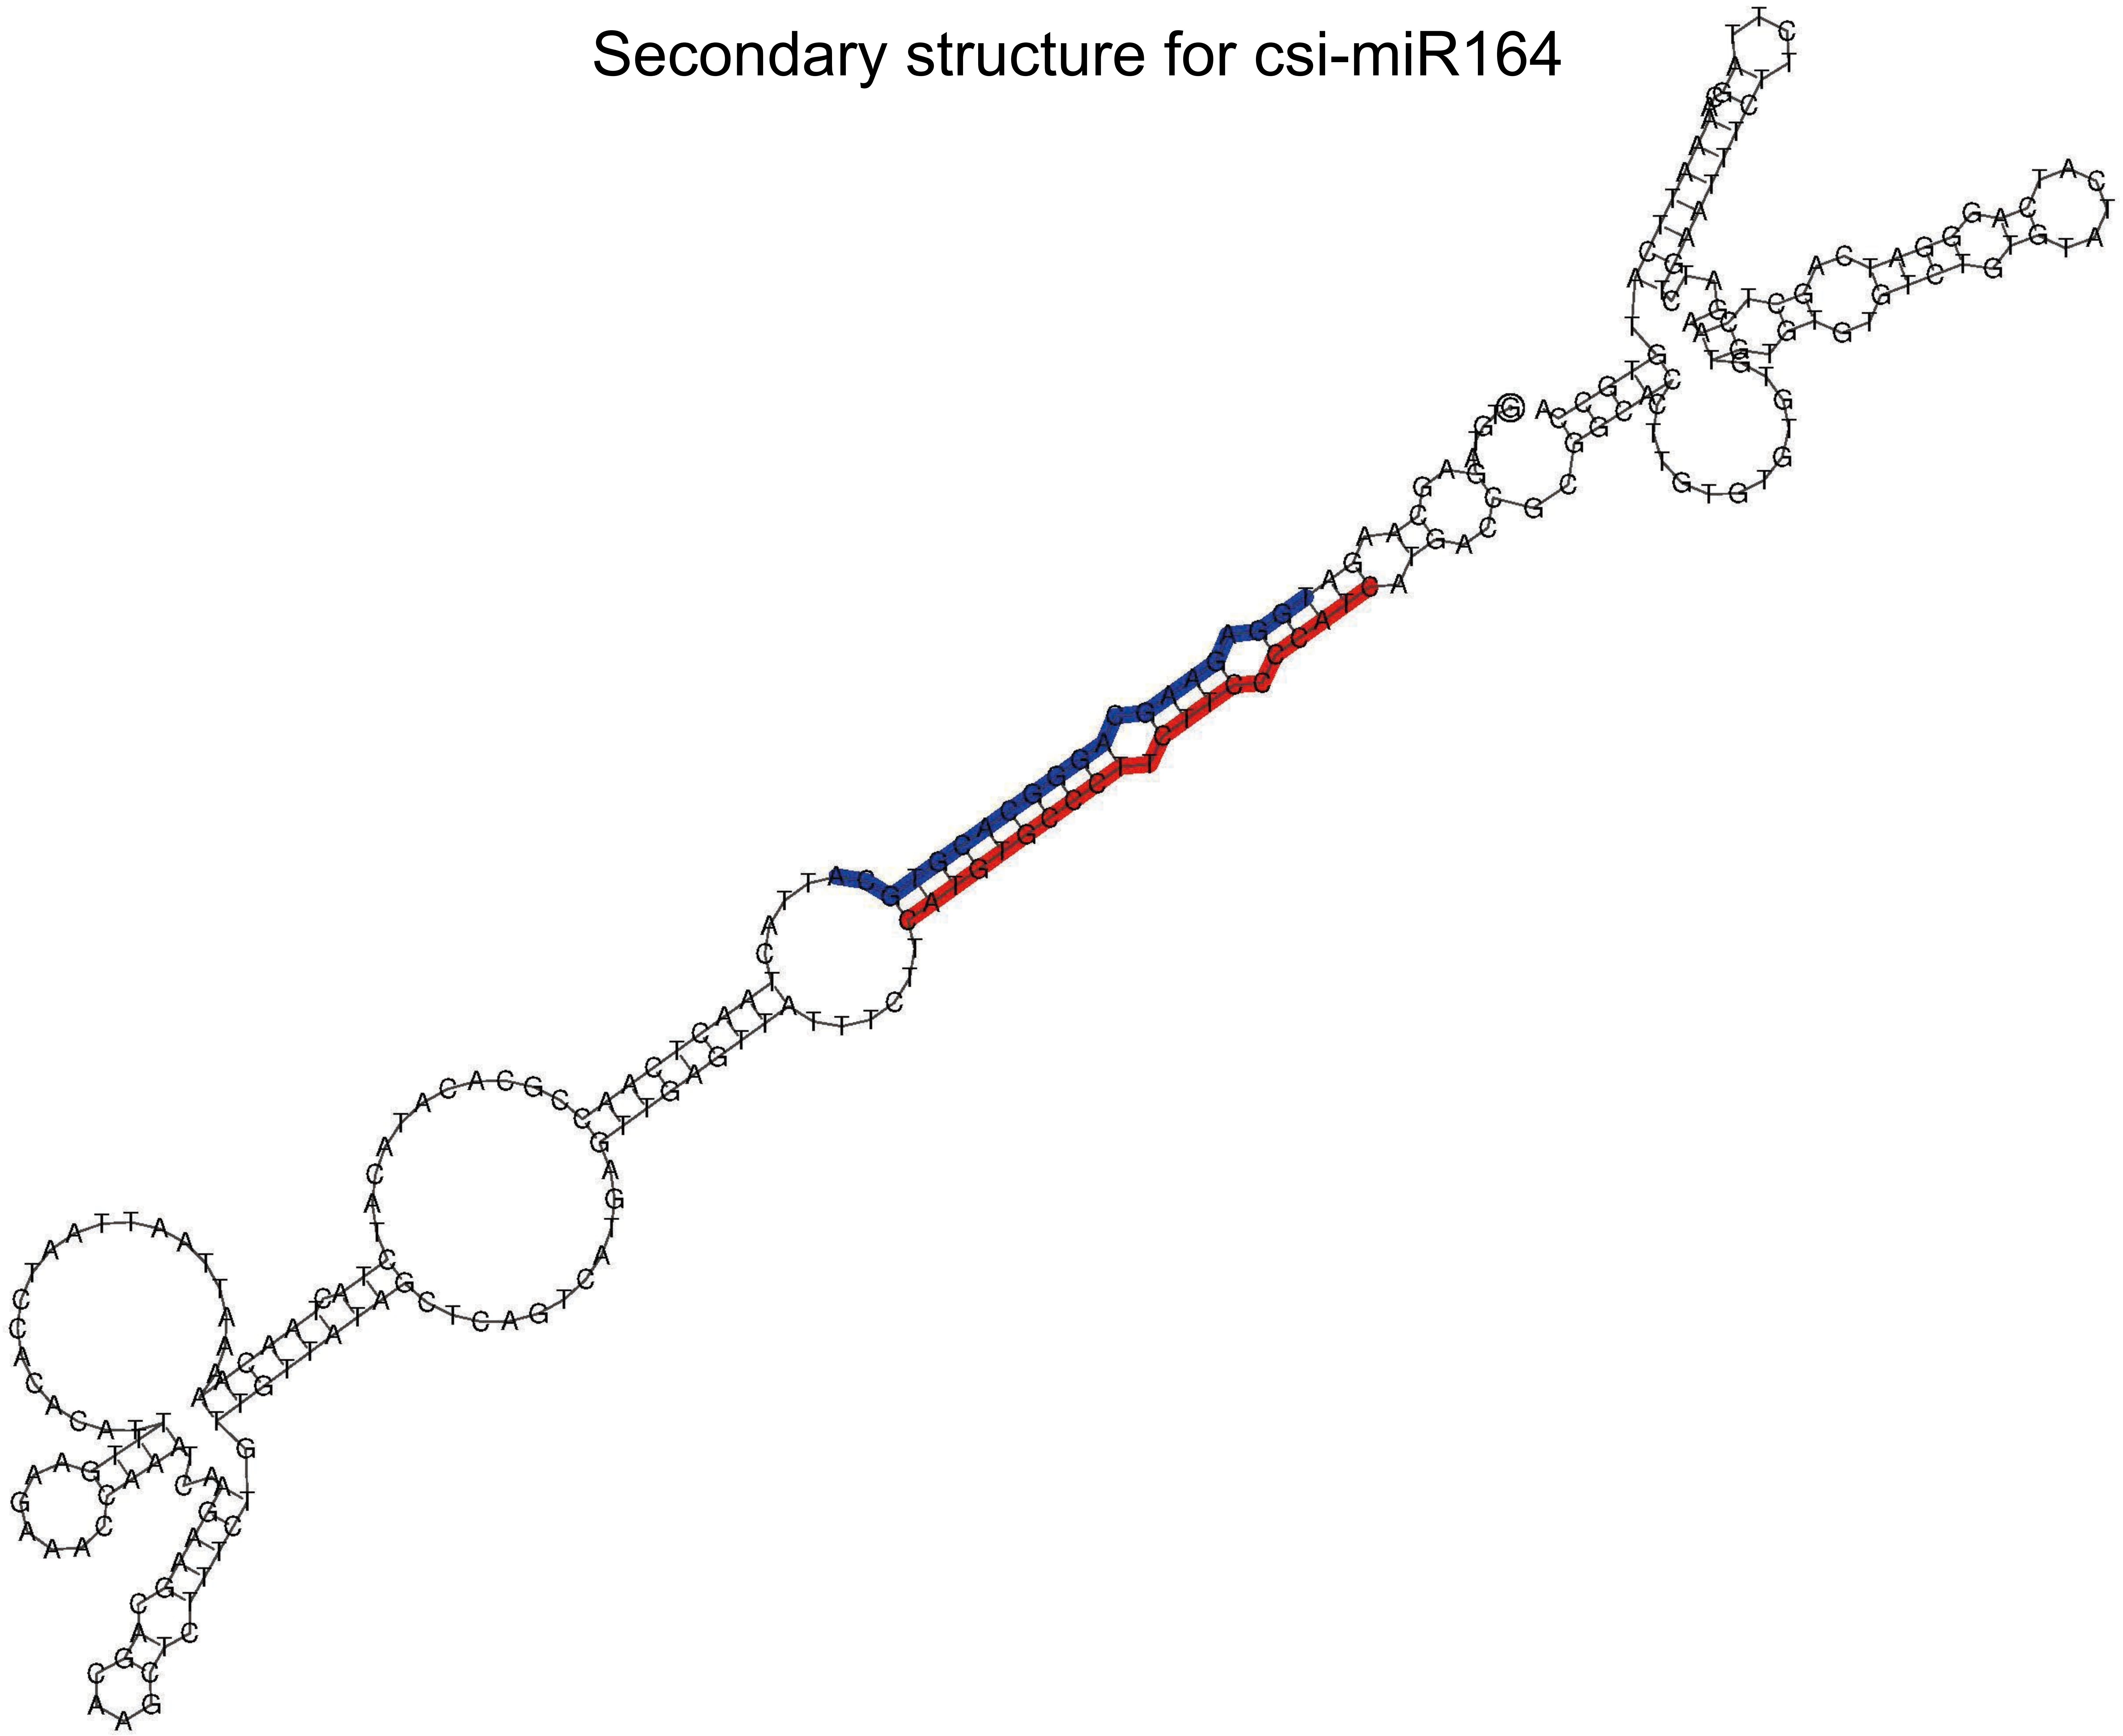

Secondary structure for csi-miR164g-3p

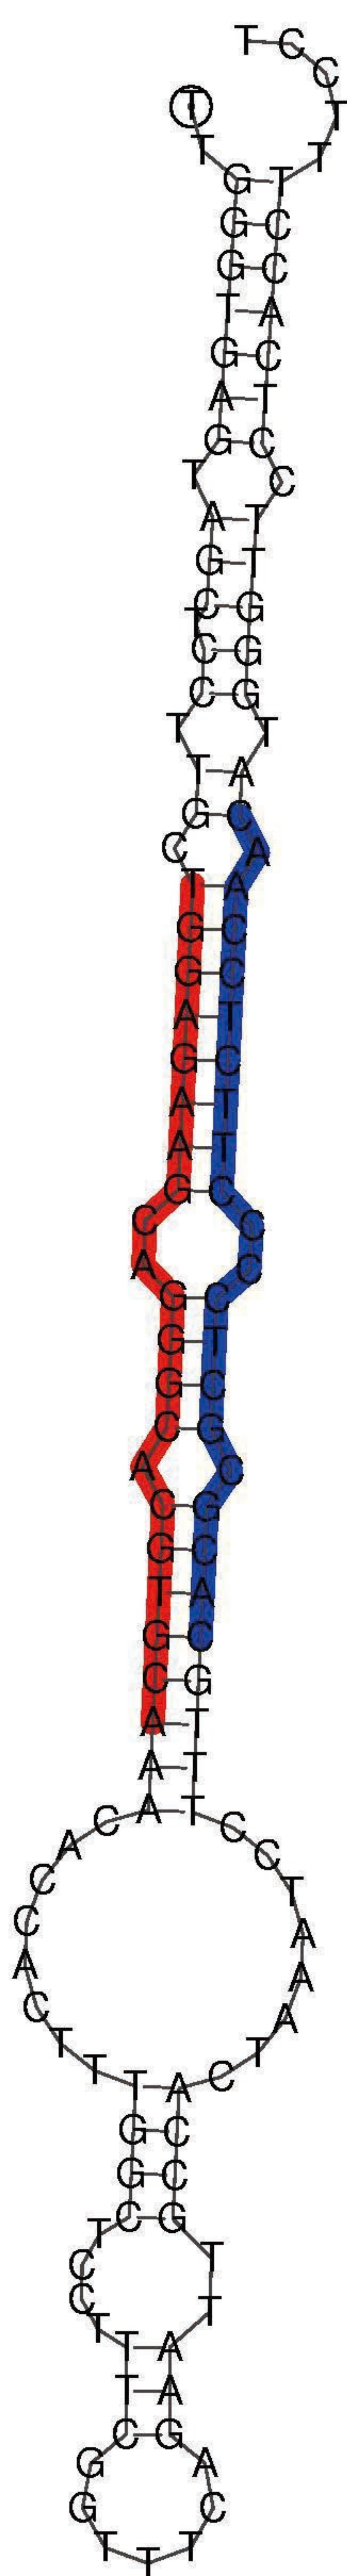

Secondary structure for csi-miR166b

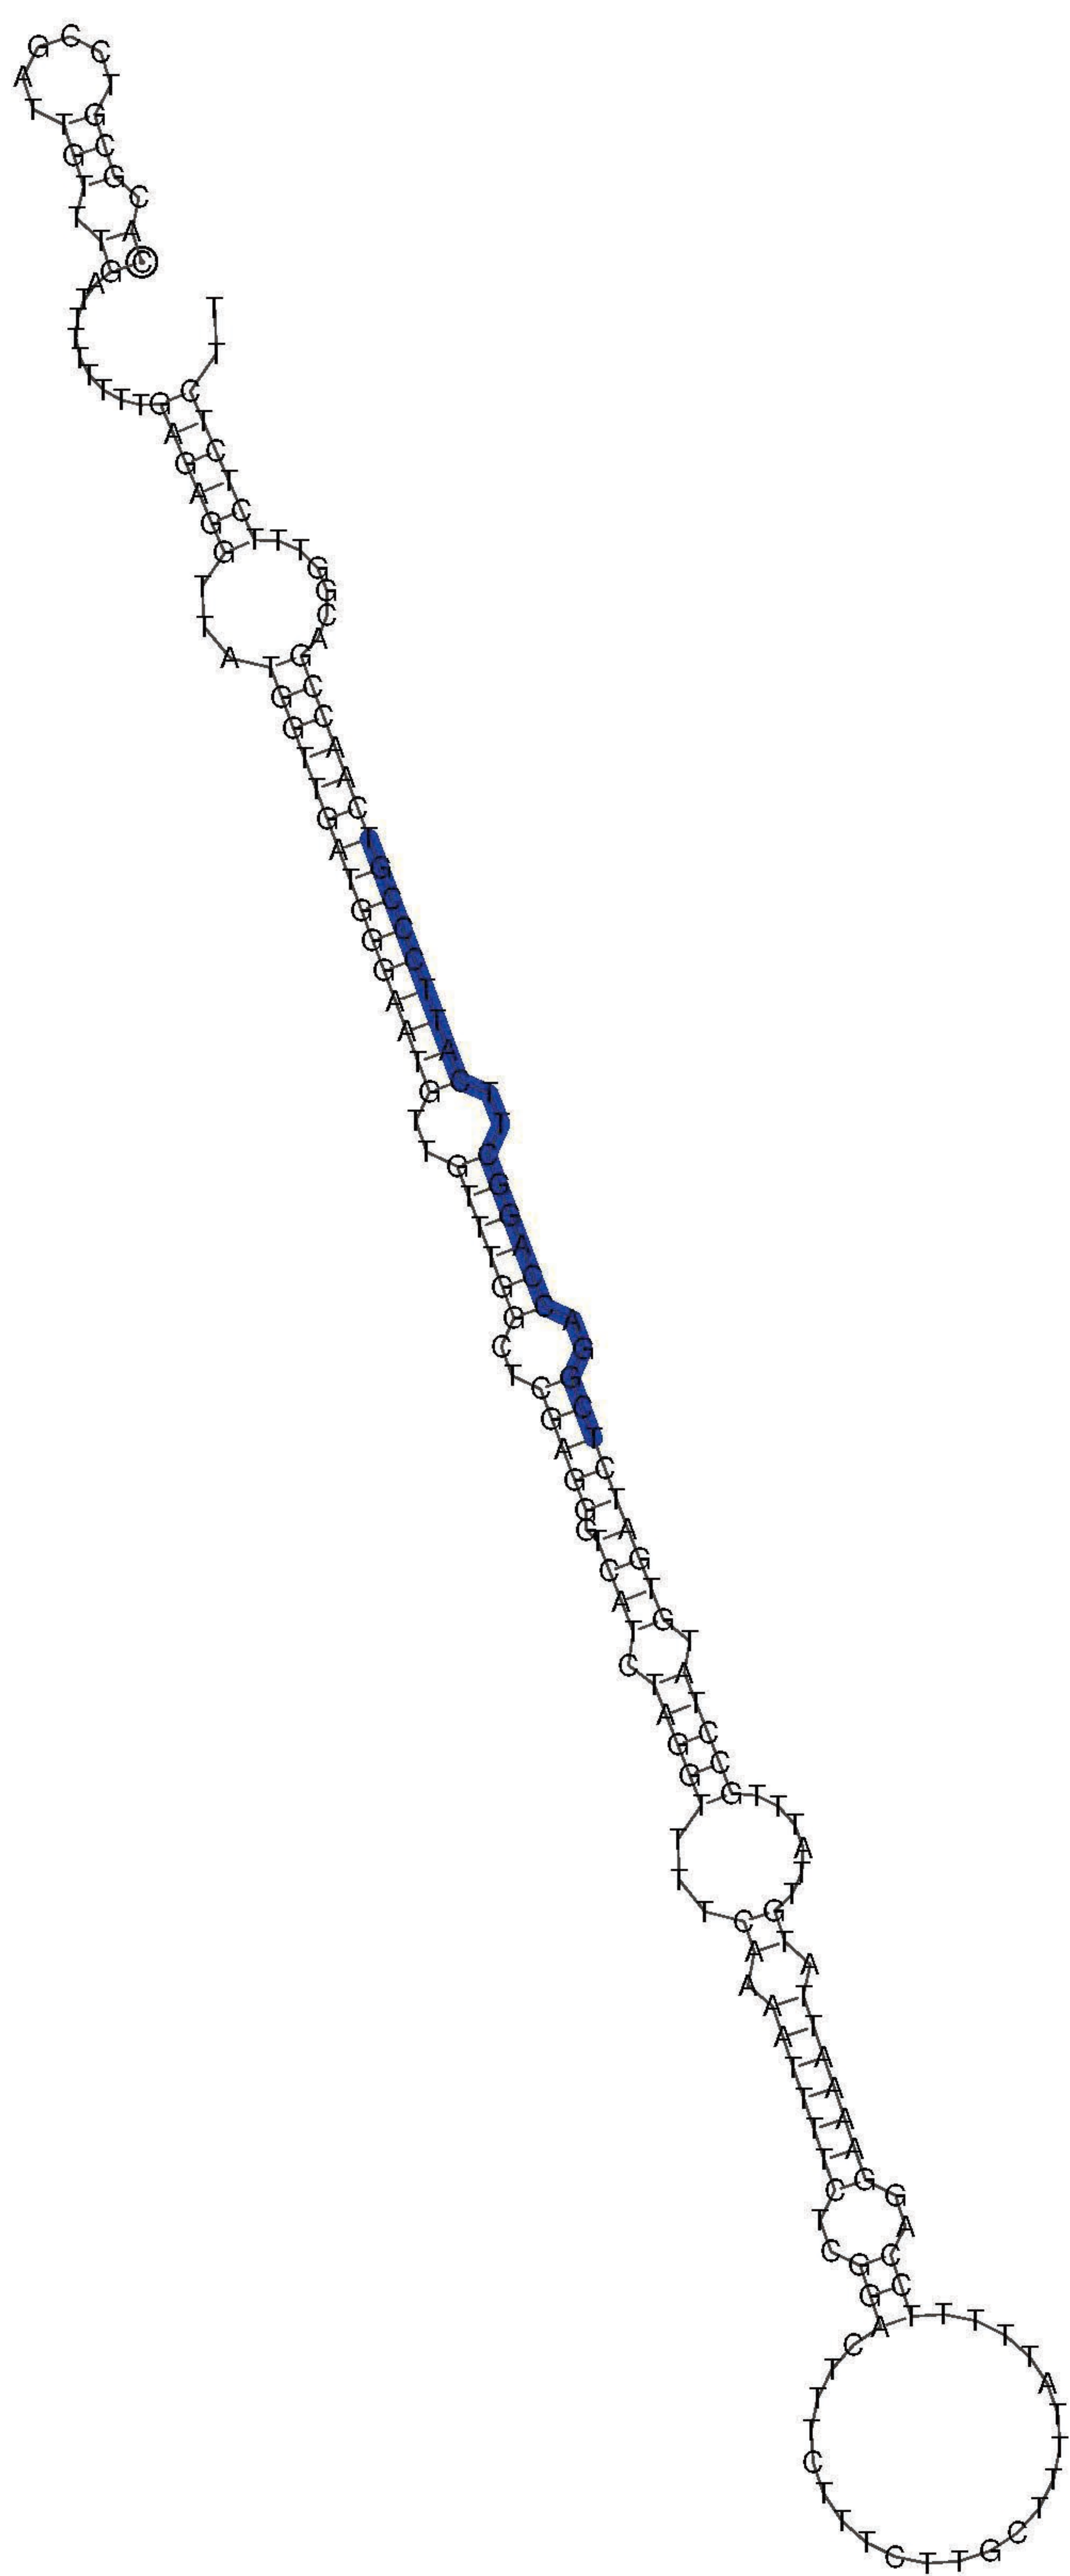

Secondary structure for csi-miR166d

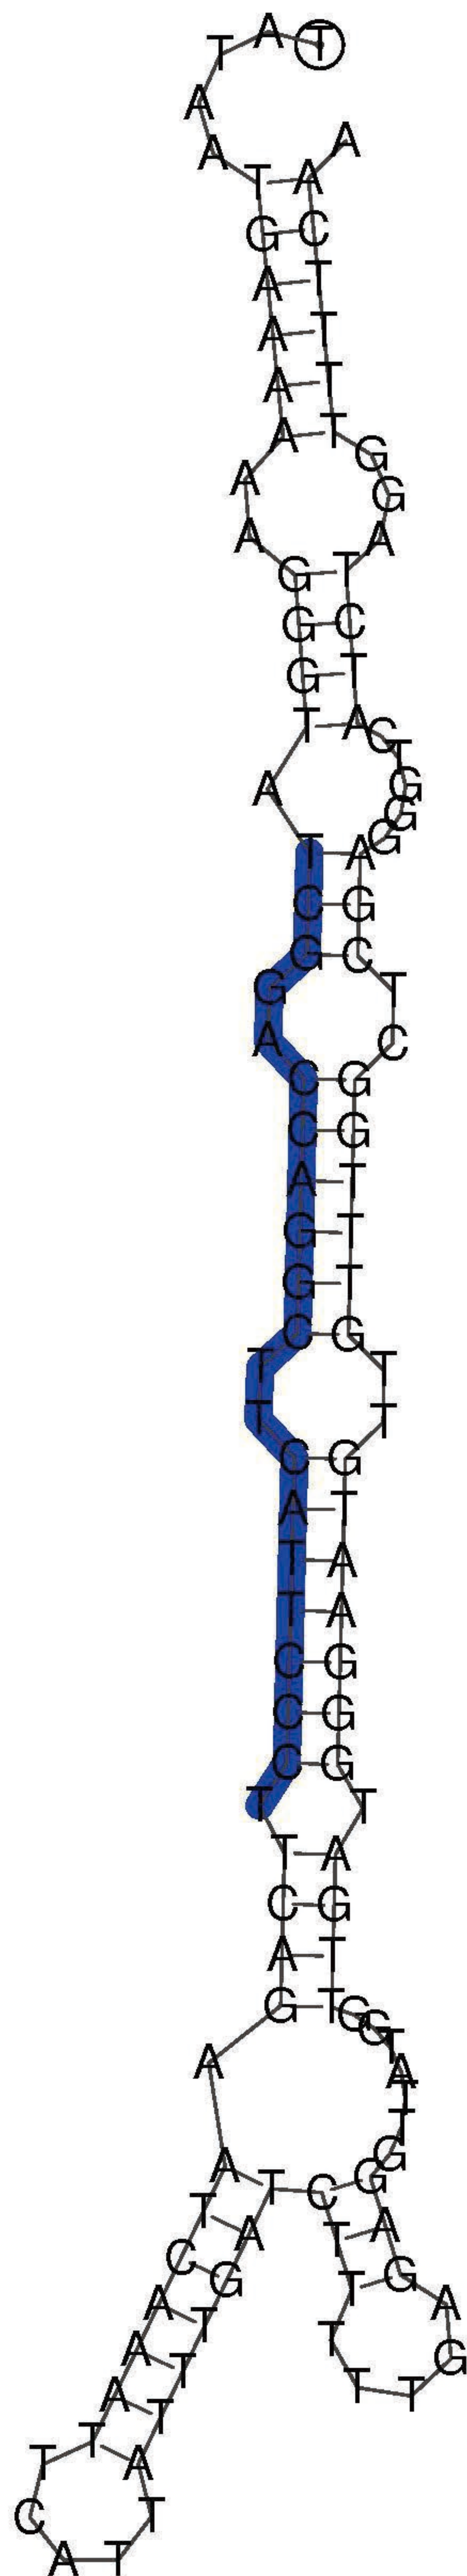

Secondary structure for csi-miR166e-3p

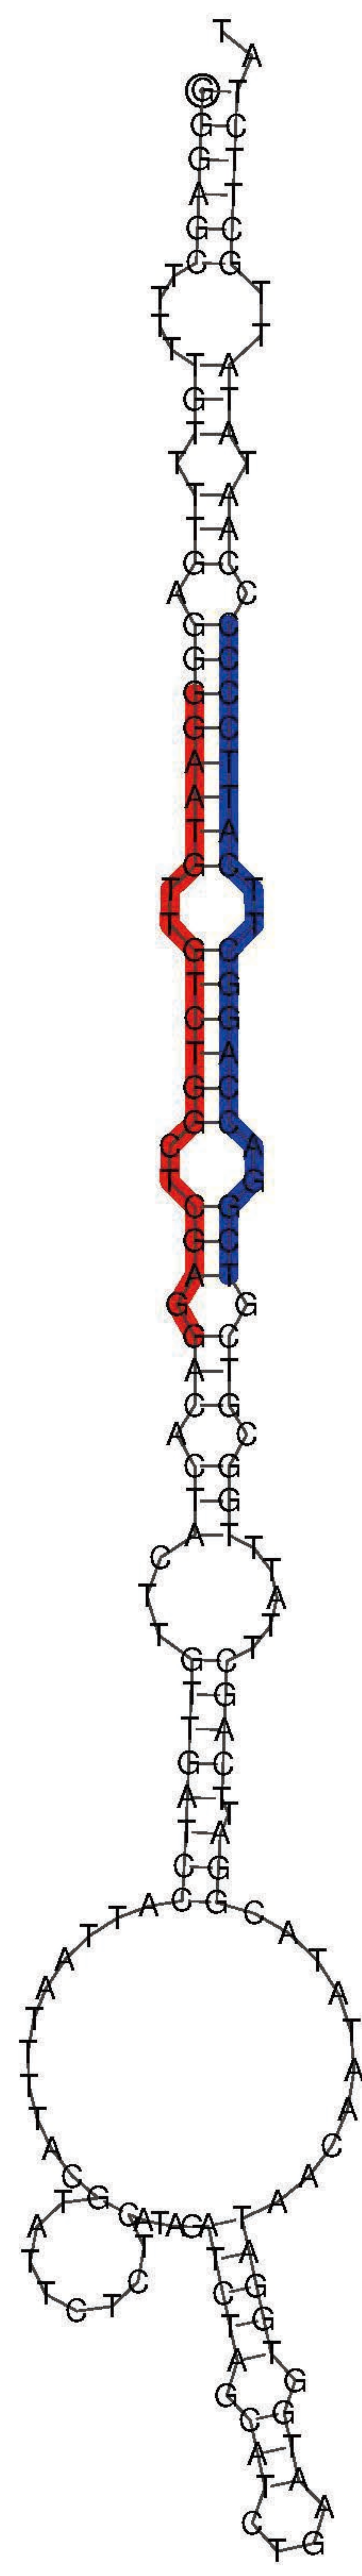

Secondary structure for csi-miR166e-5p

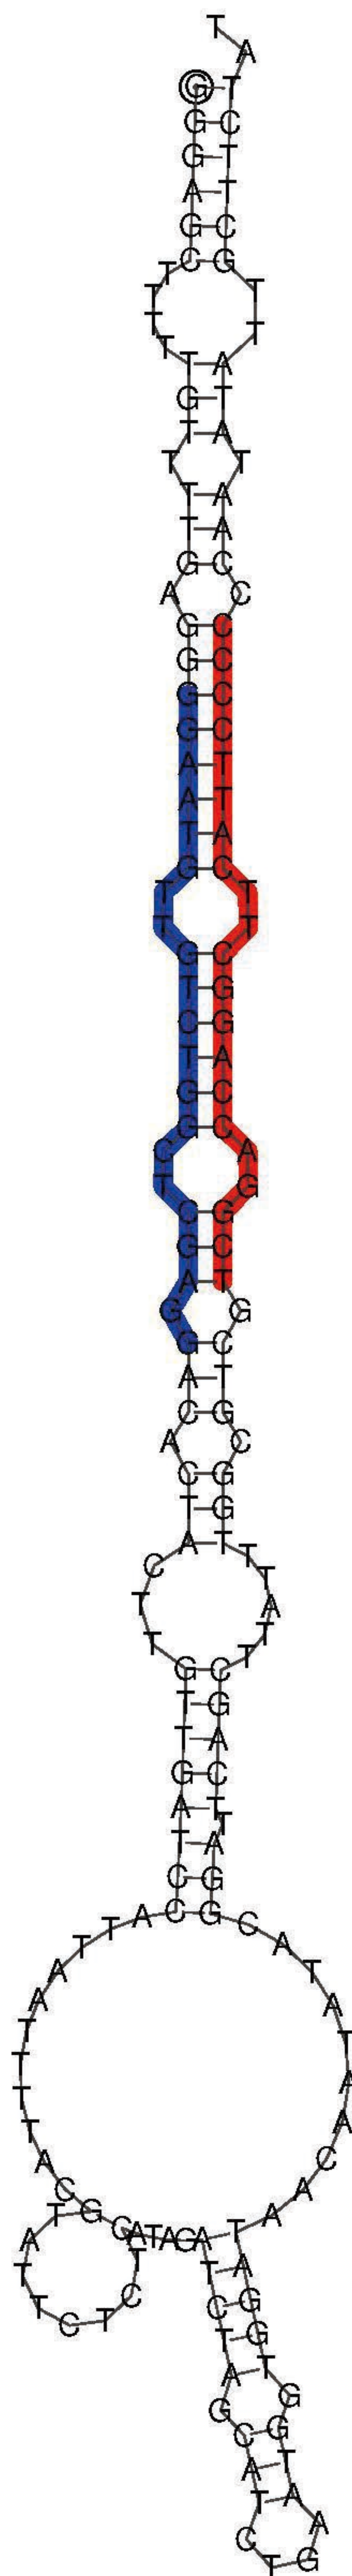

Secondary structure for csi-miR166i-5p

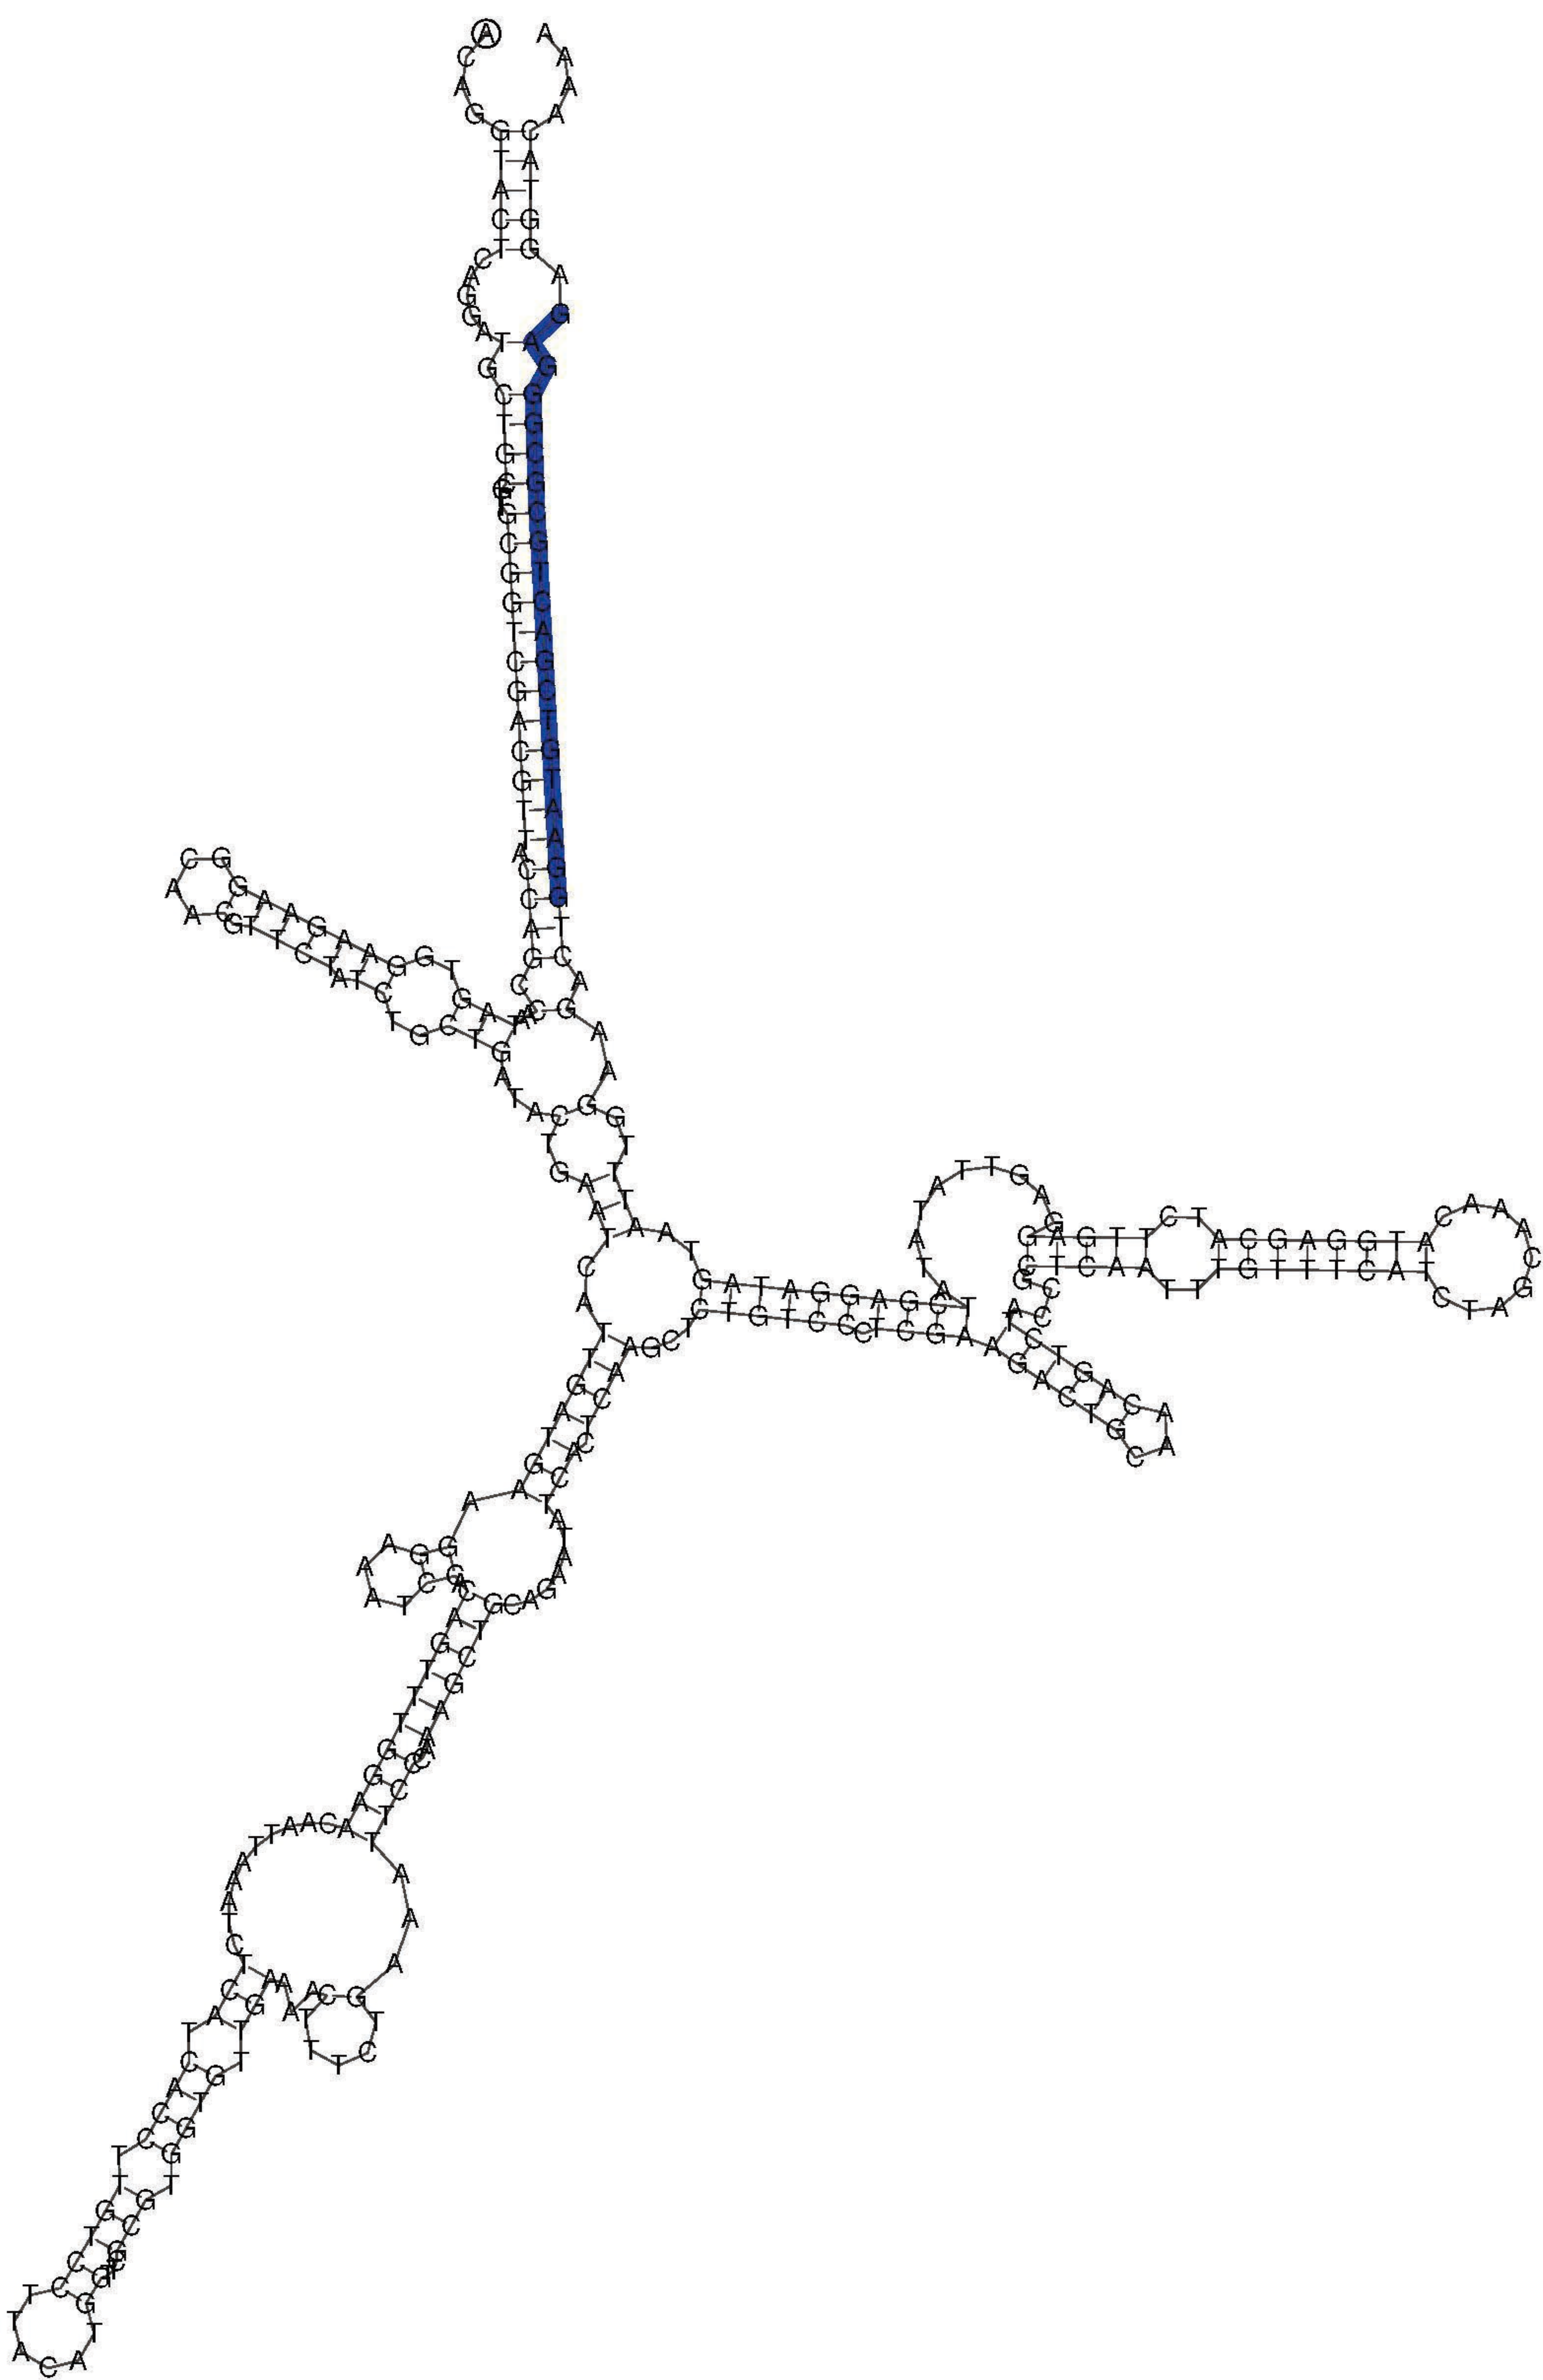

### Secondary structure for csi-miR166u

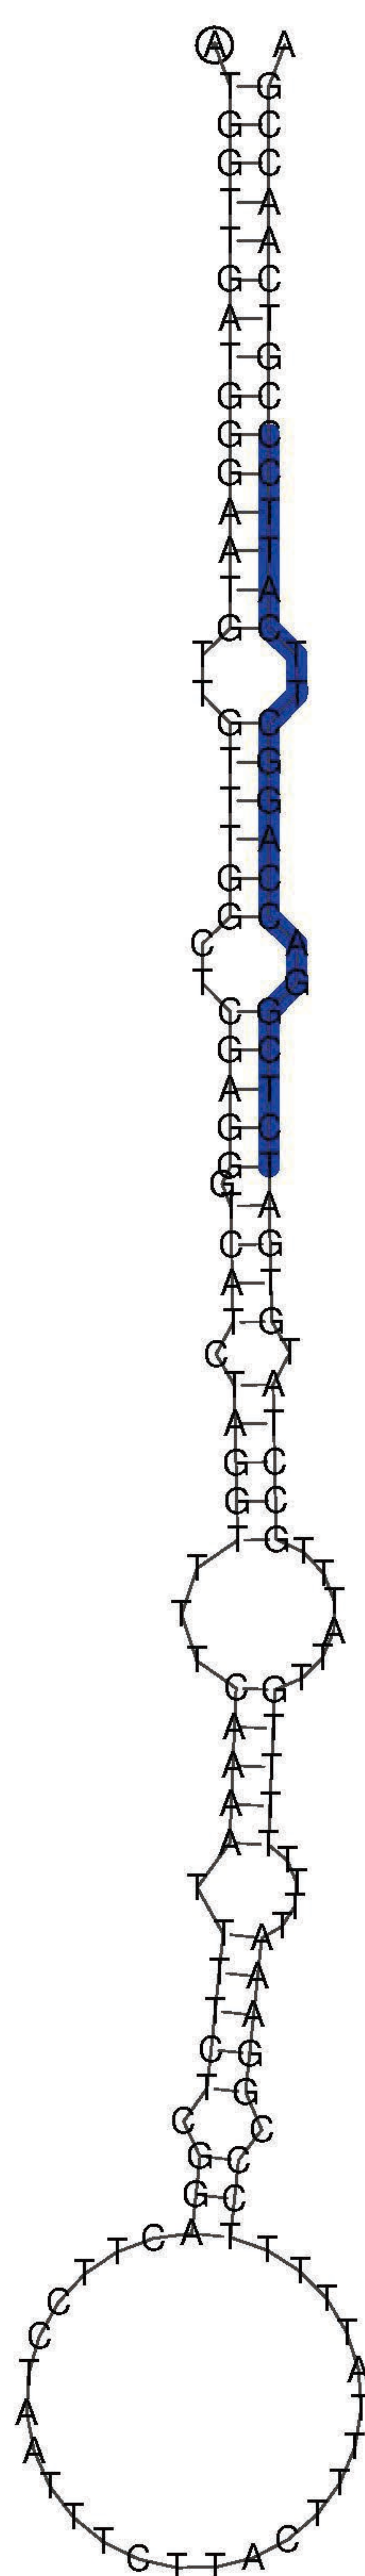

Secondary structure for csi-miR167a

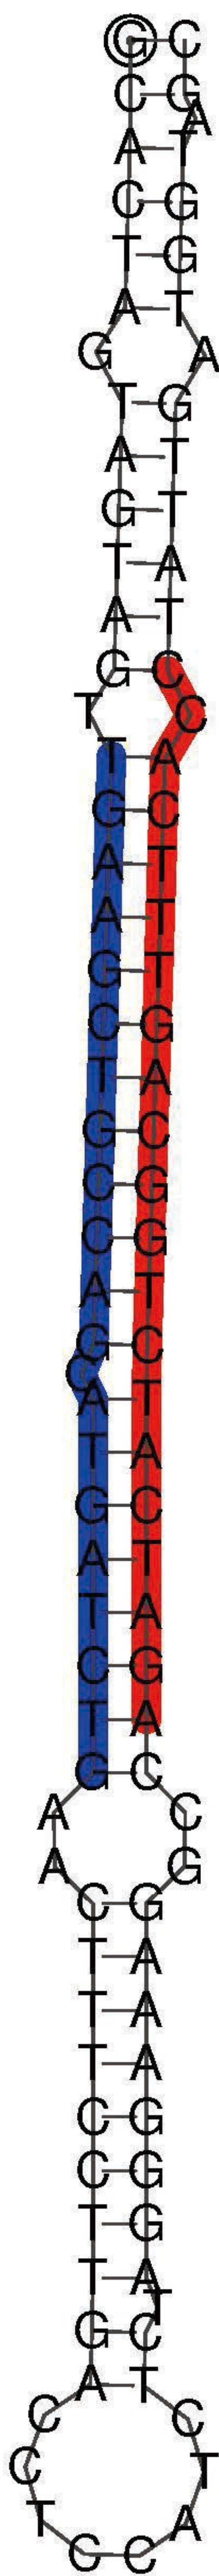

Secondary structure for csi-miR167b

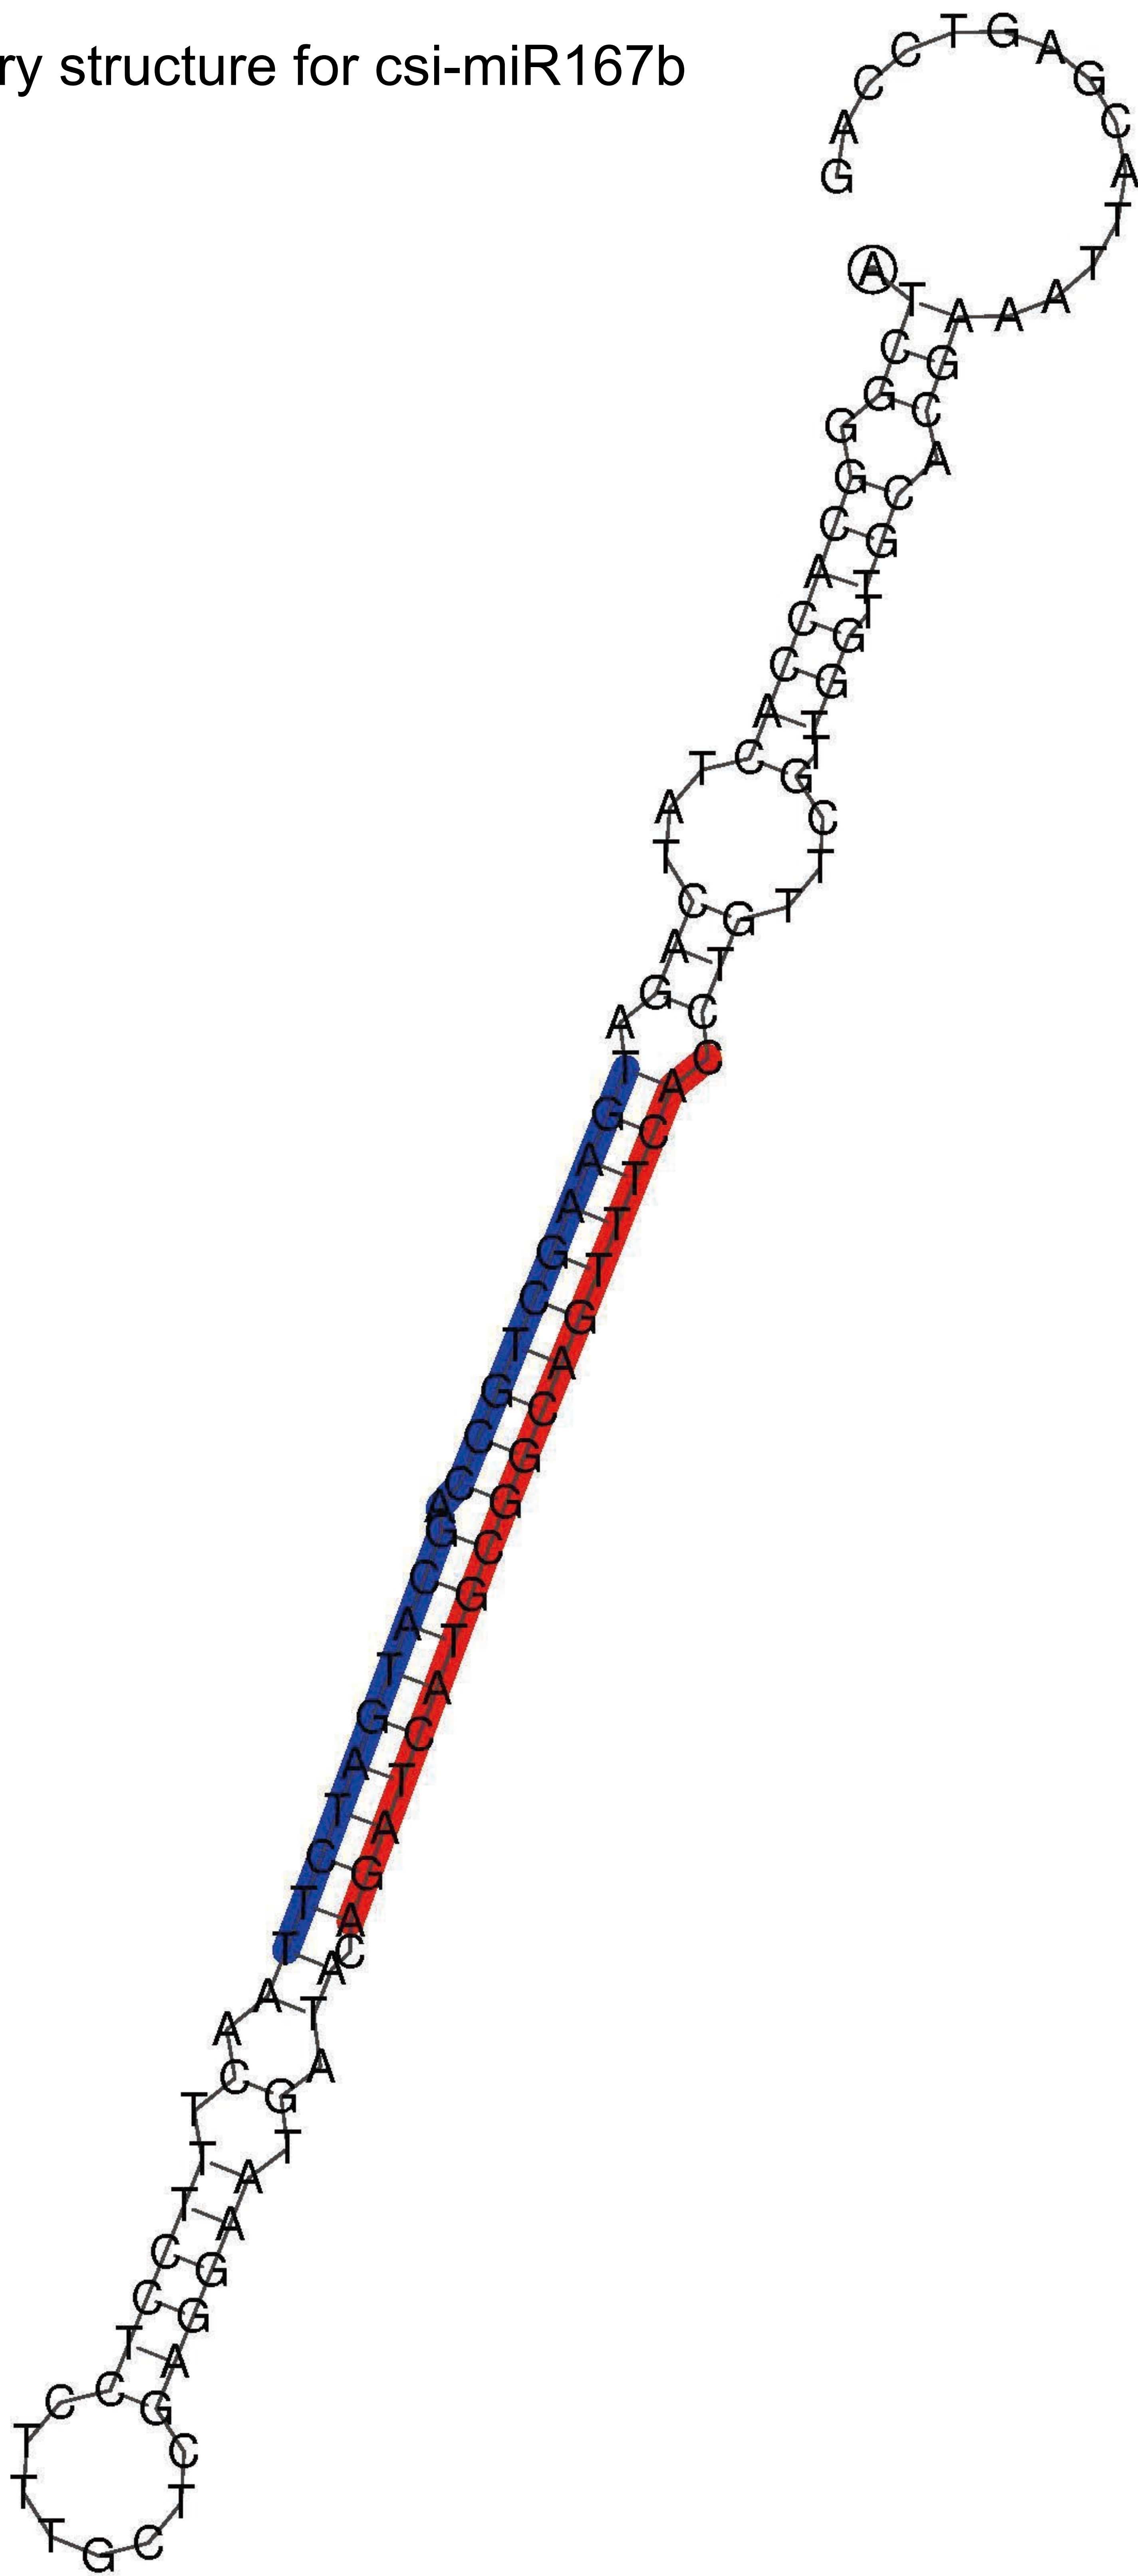

# Secondary structure for csi-miR167c

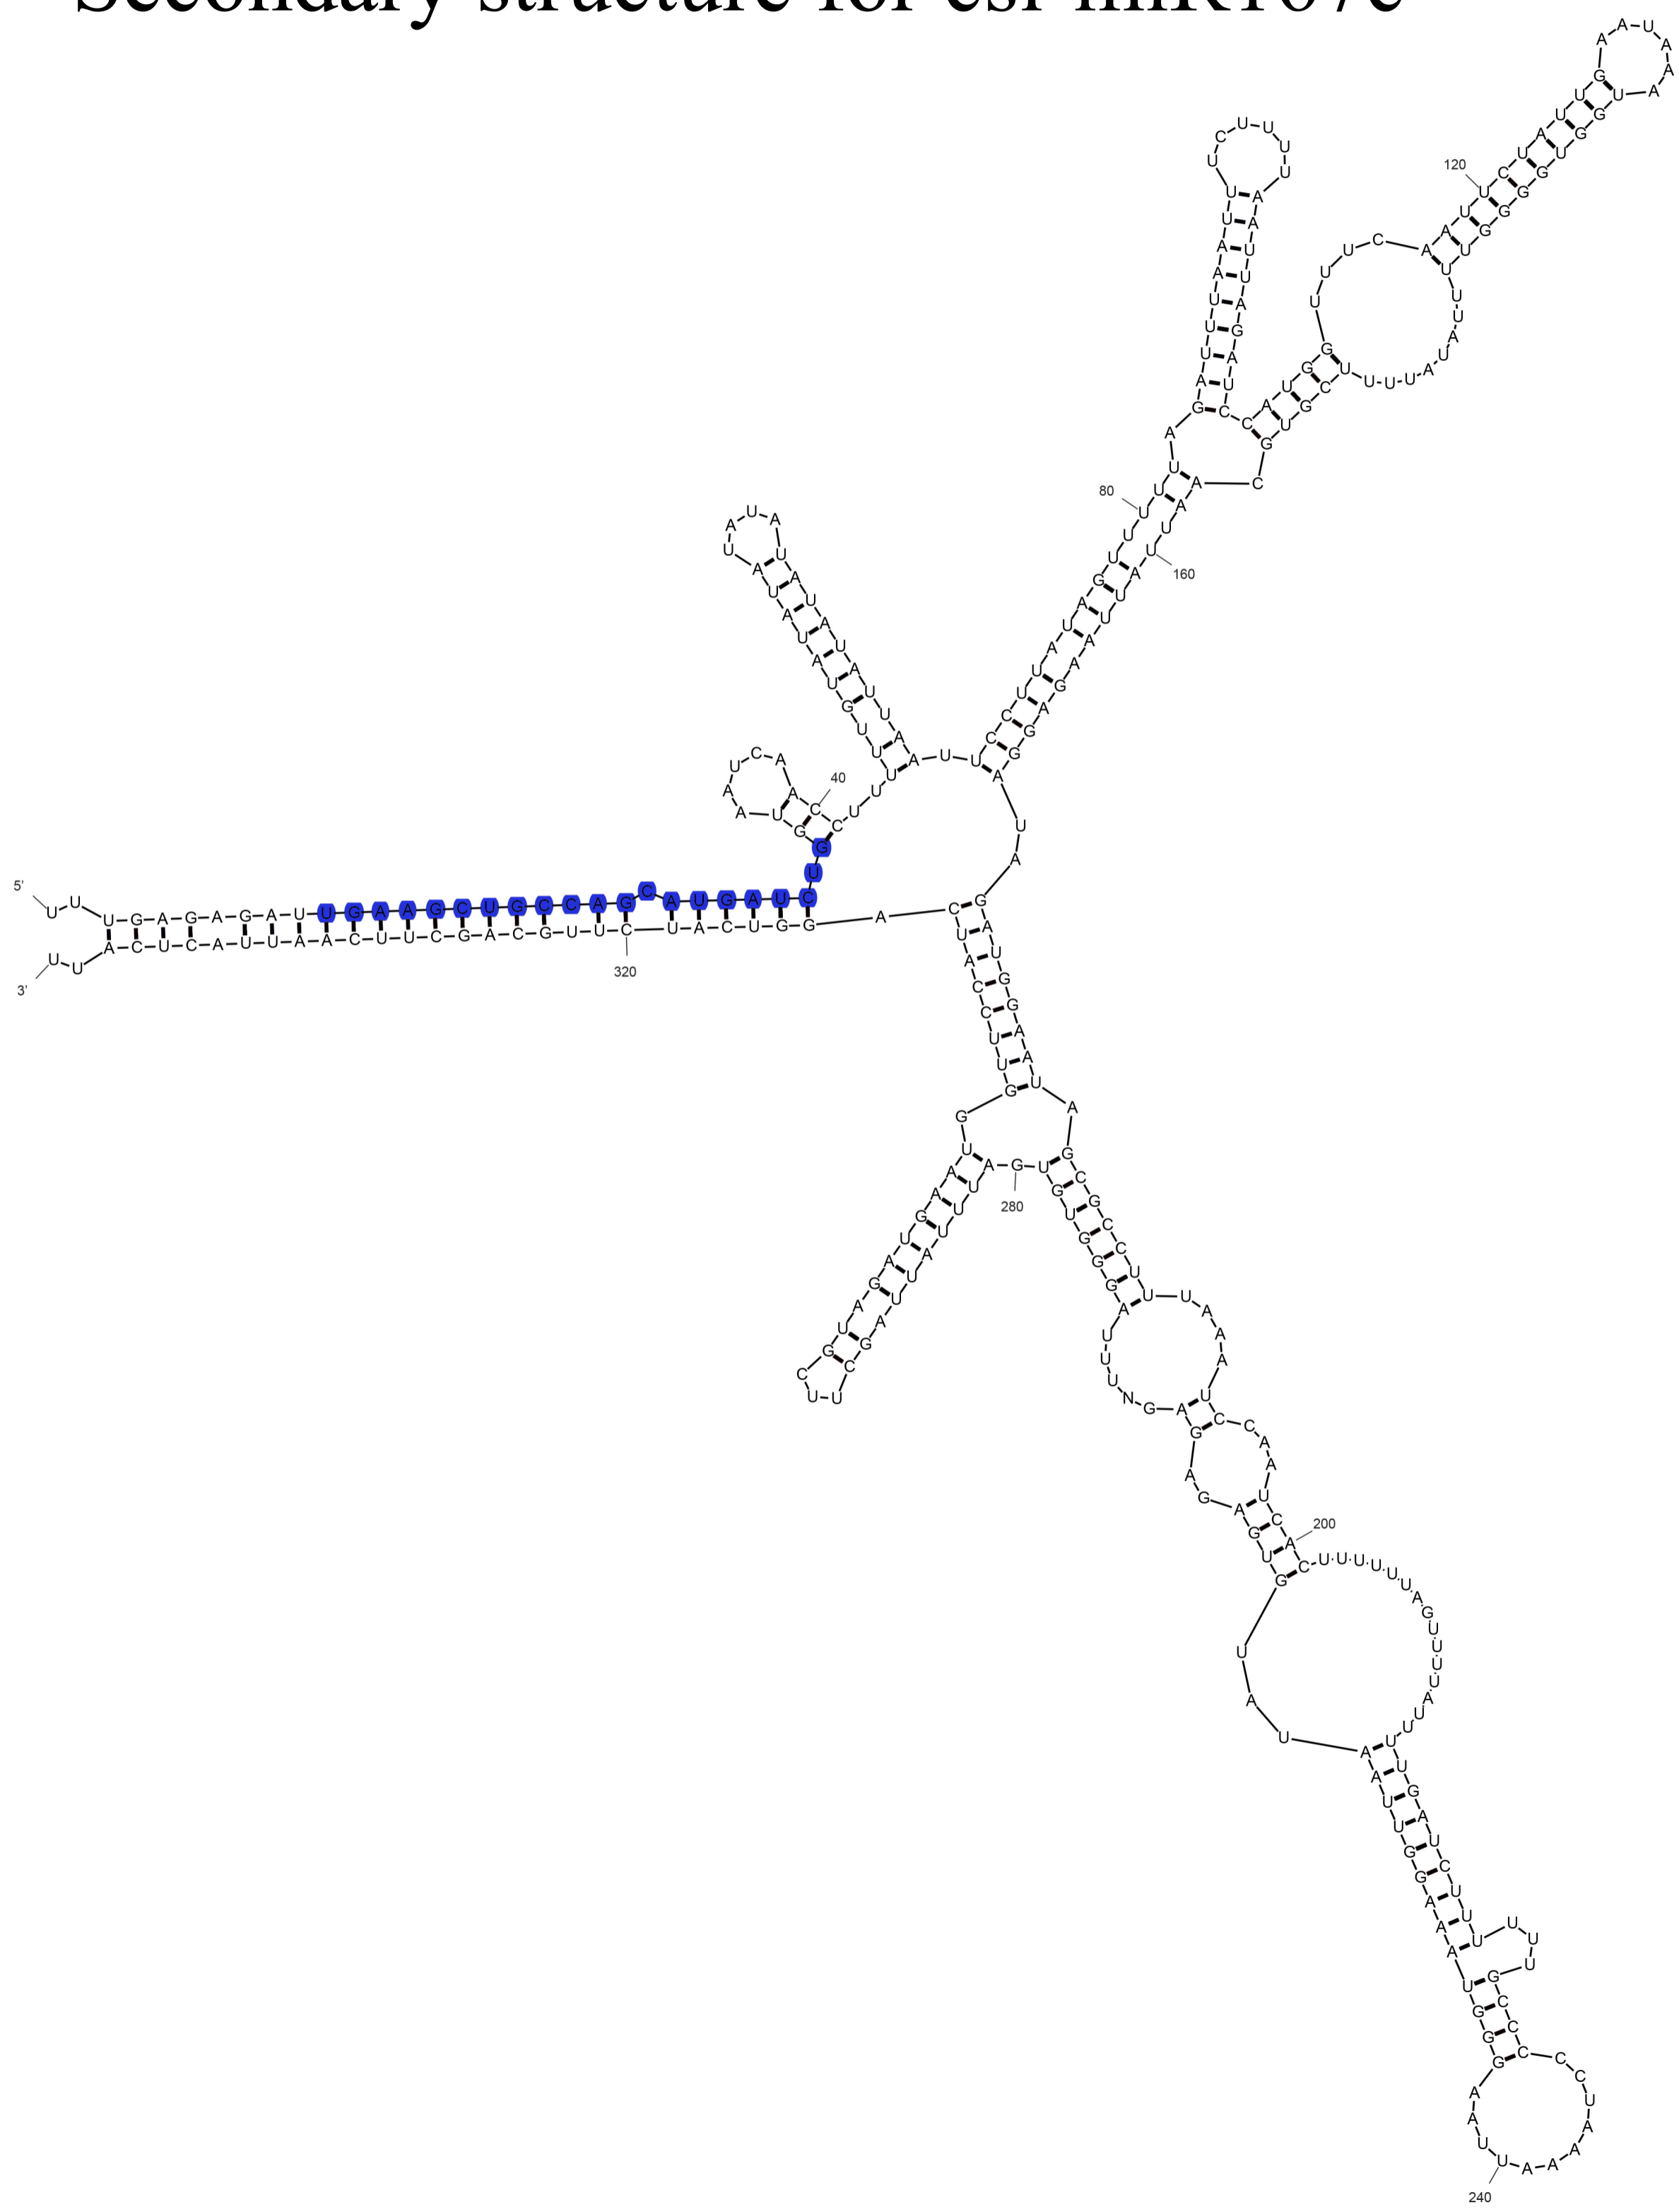

csi-miR167c

Secondary structure for csi-miR167d-3p

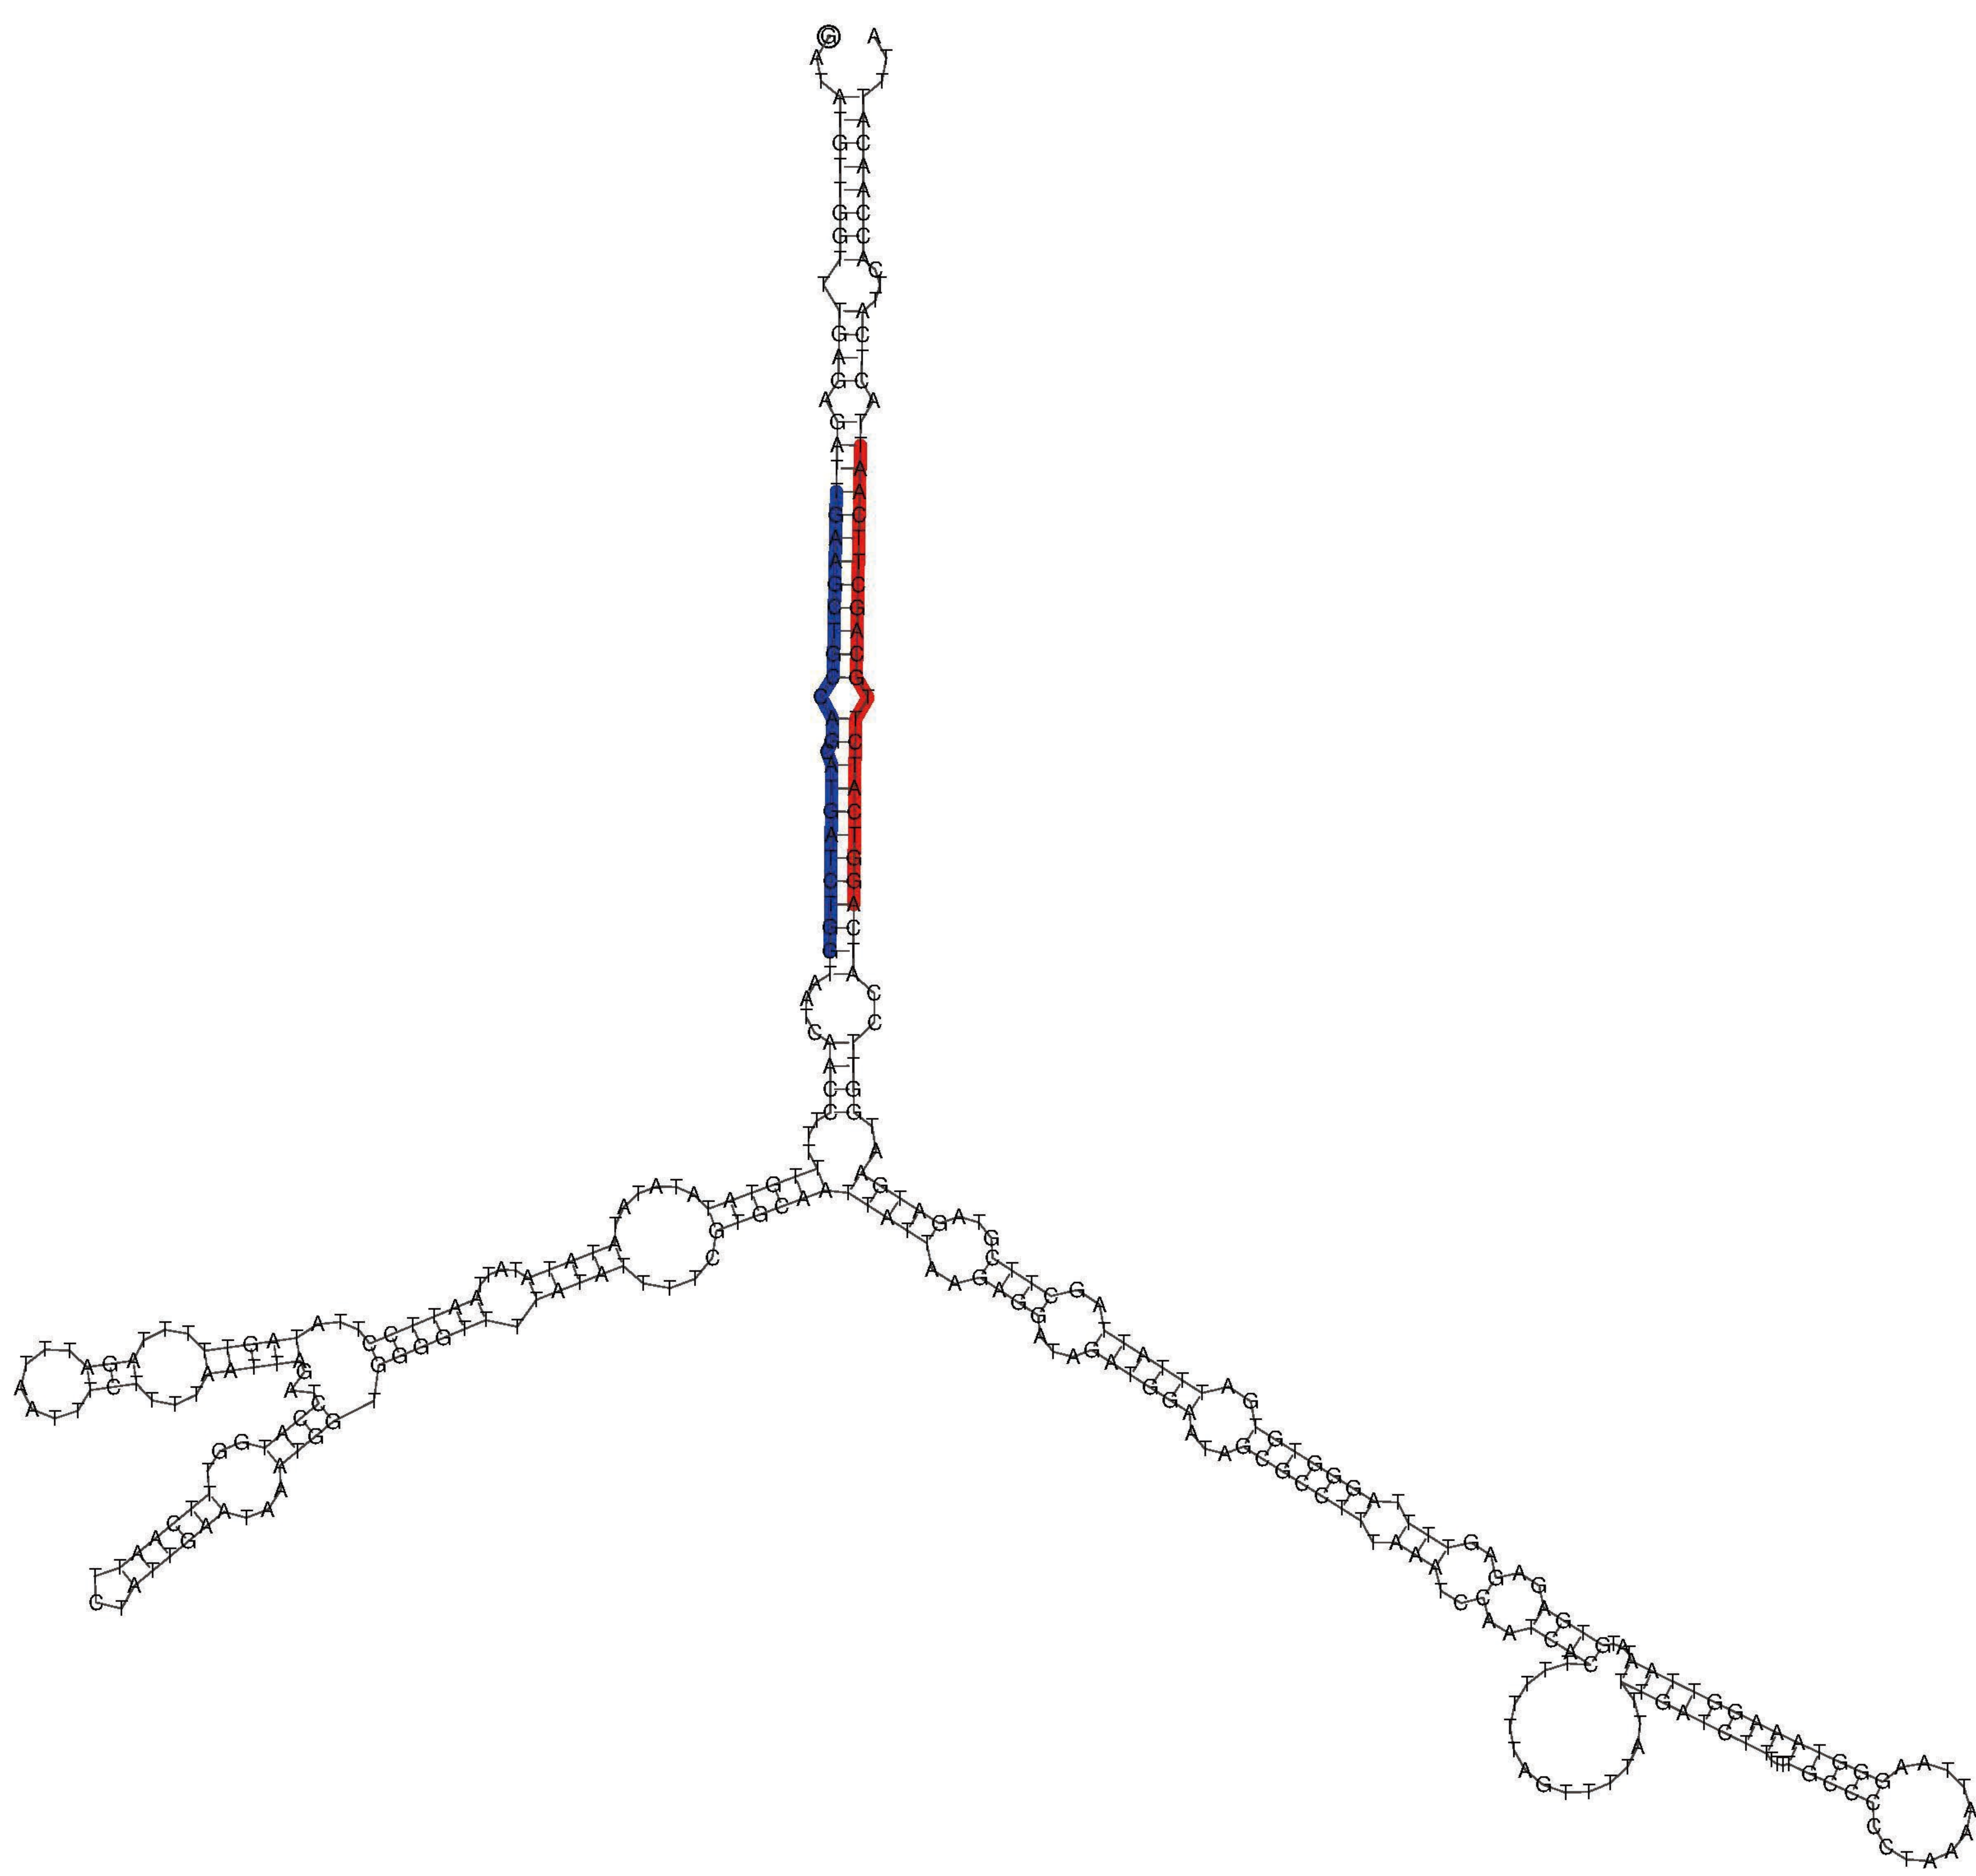

Secondary structure for csi-miR167f-3p

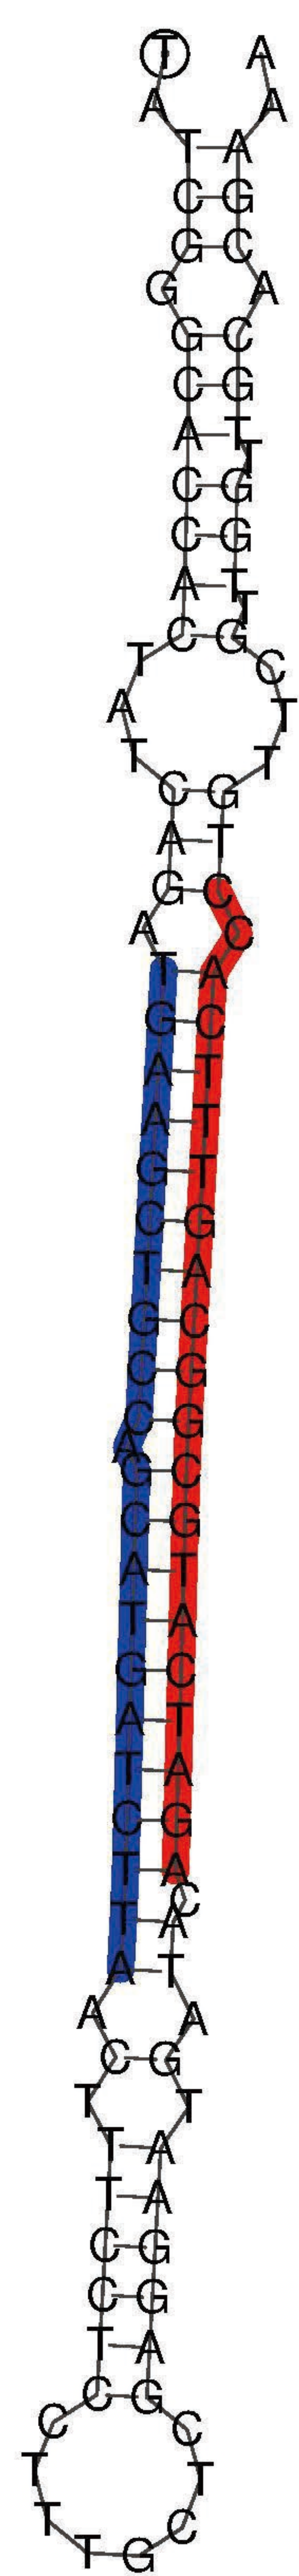

Secondary structure for csi-miR168a

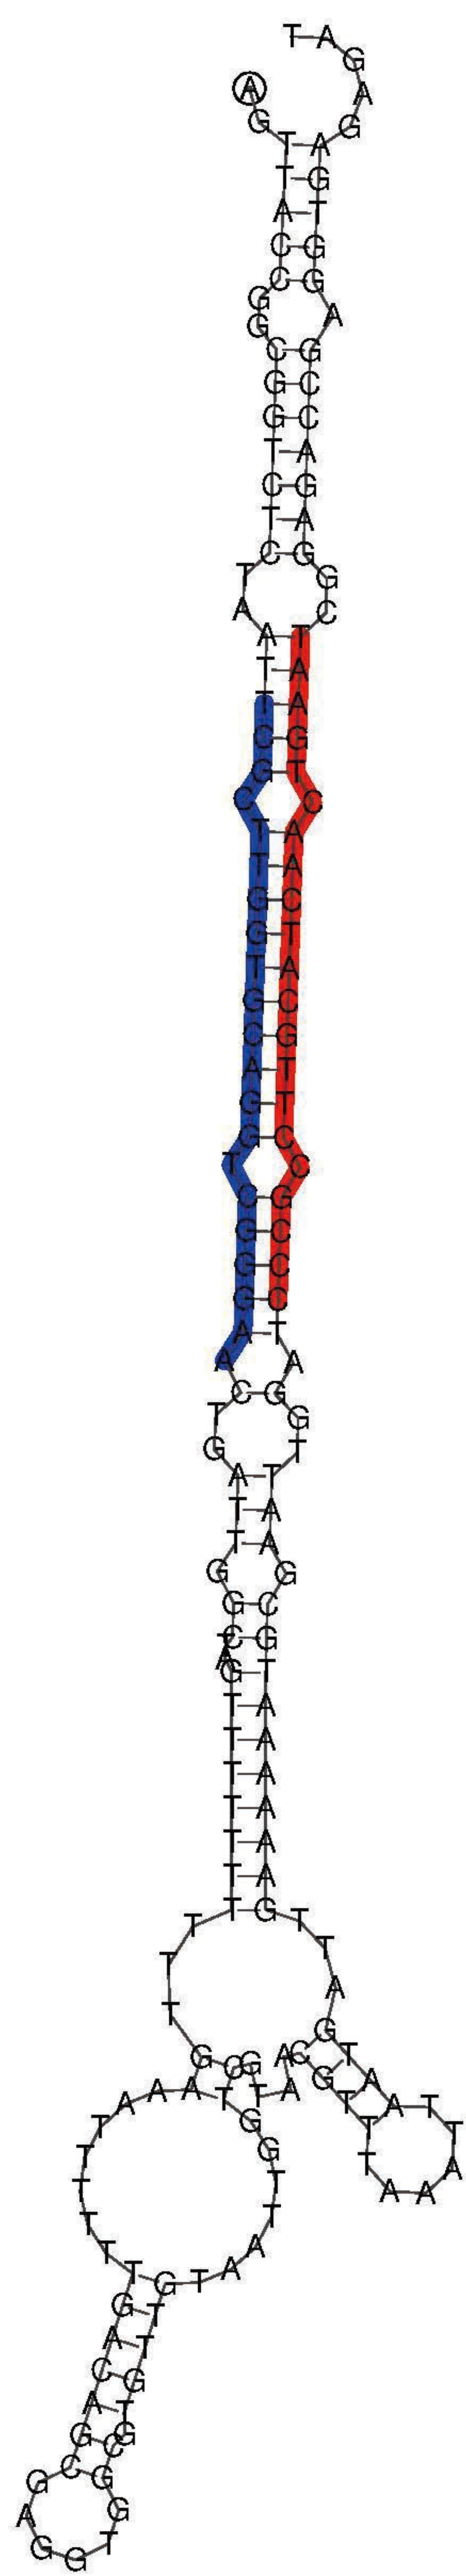

Secondary structure for csi-miR168a-3p

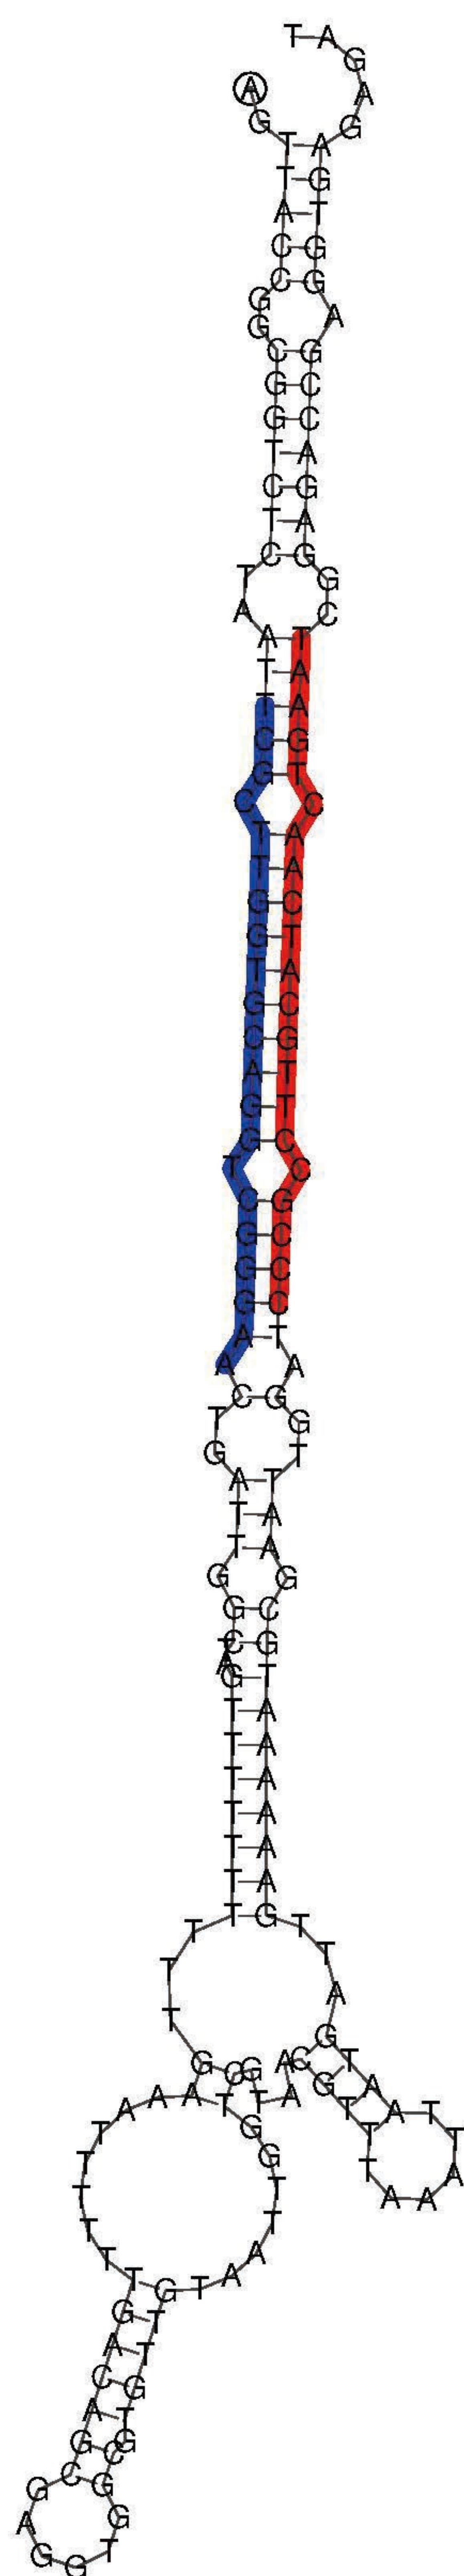

Secondary structure for csi-miR171a

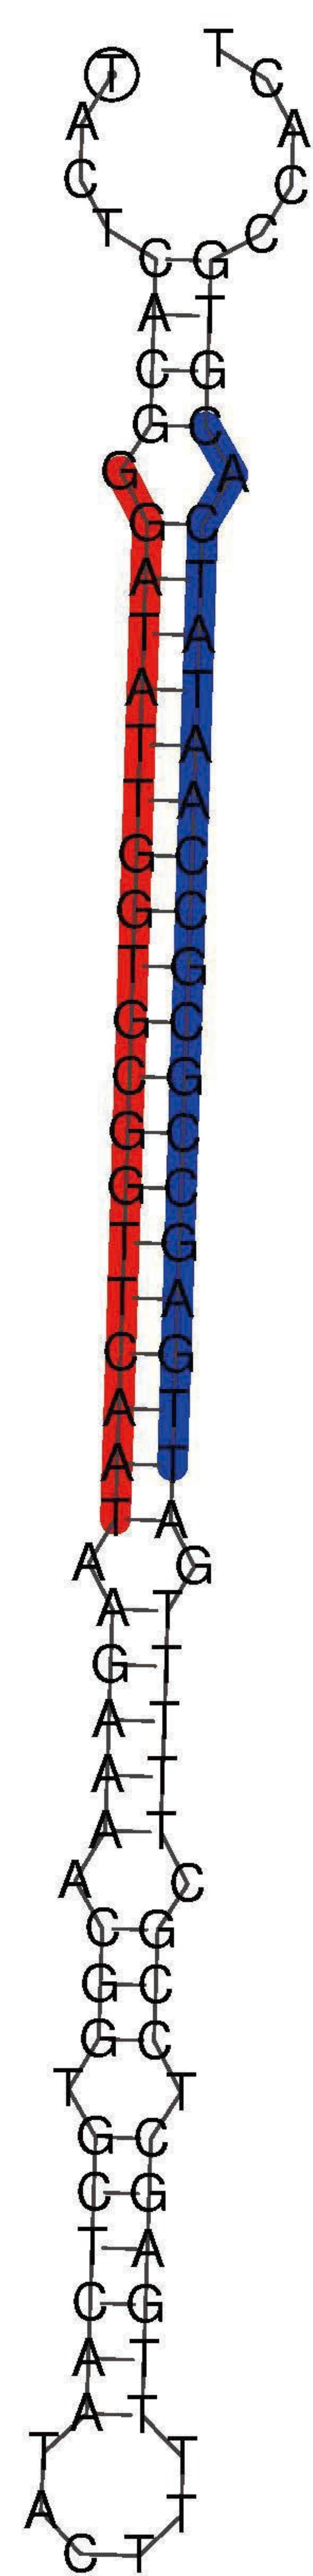

Secondary structure for csi-miR171b

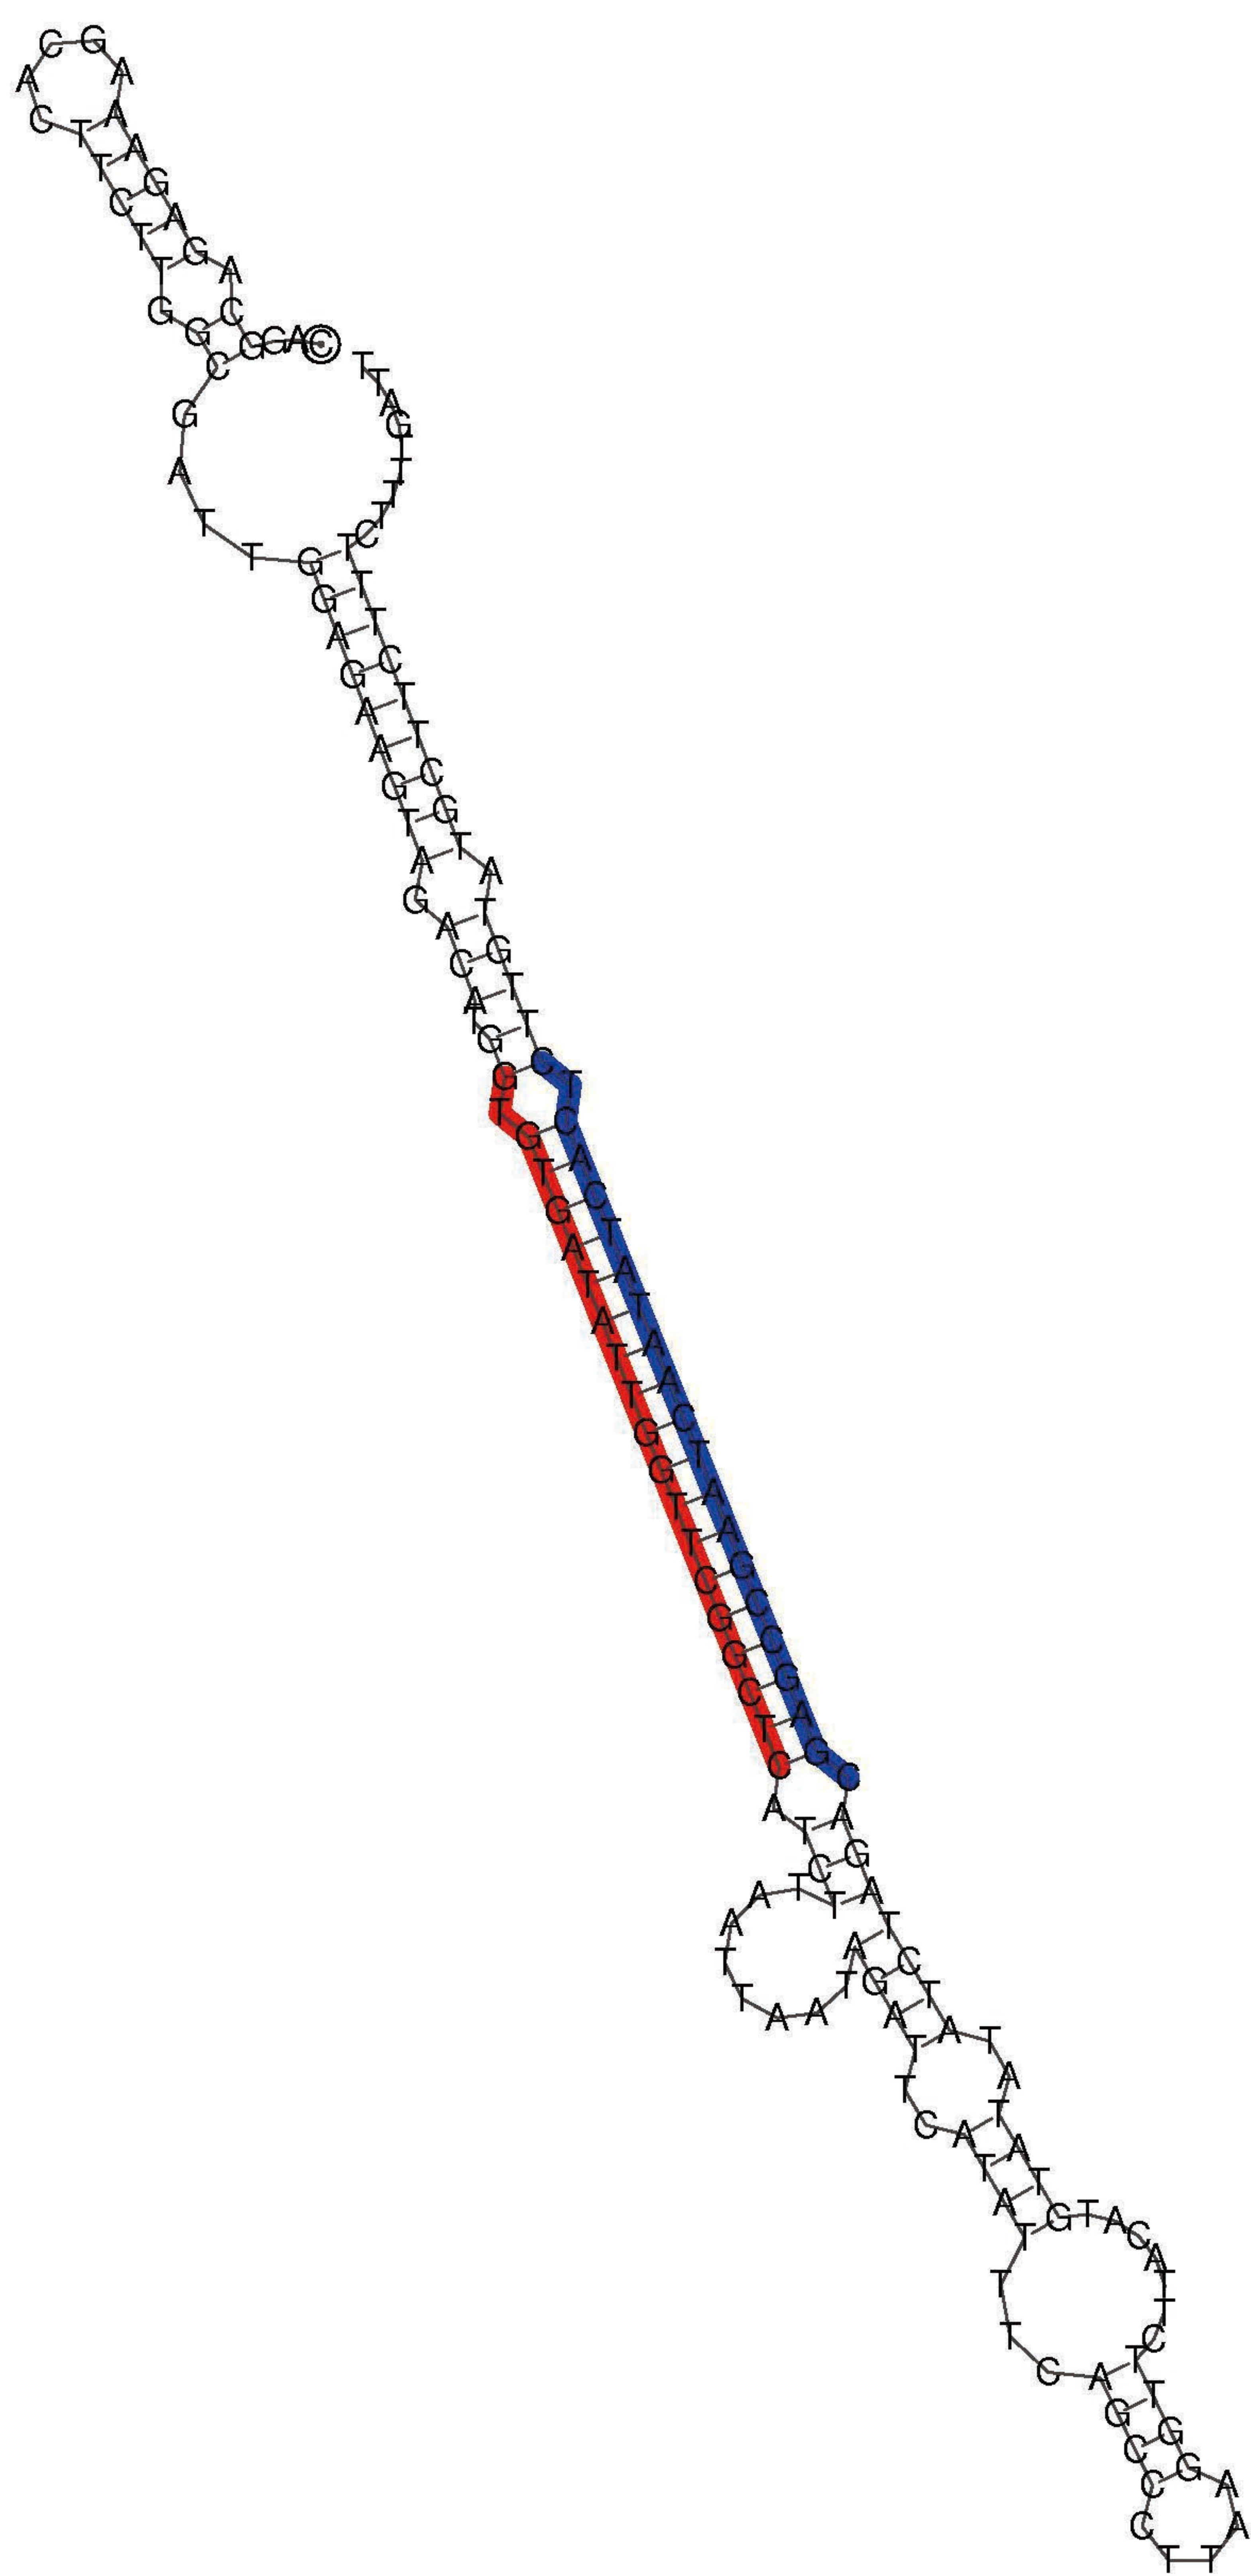

### Secondary structure for csi-miR171i-5p

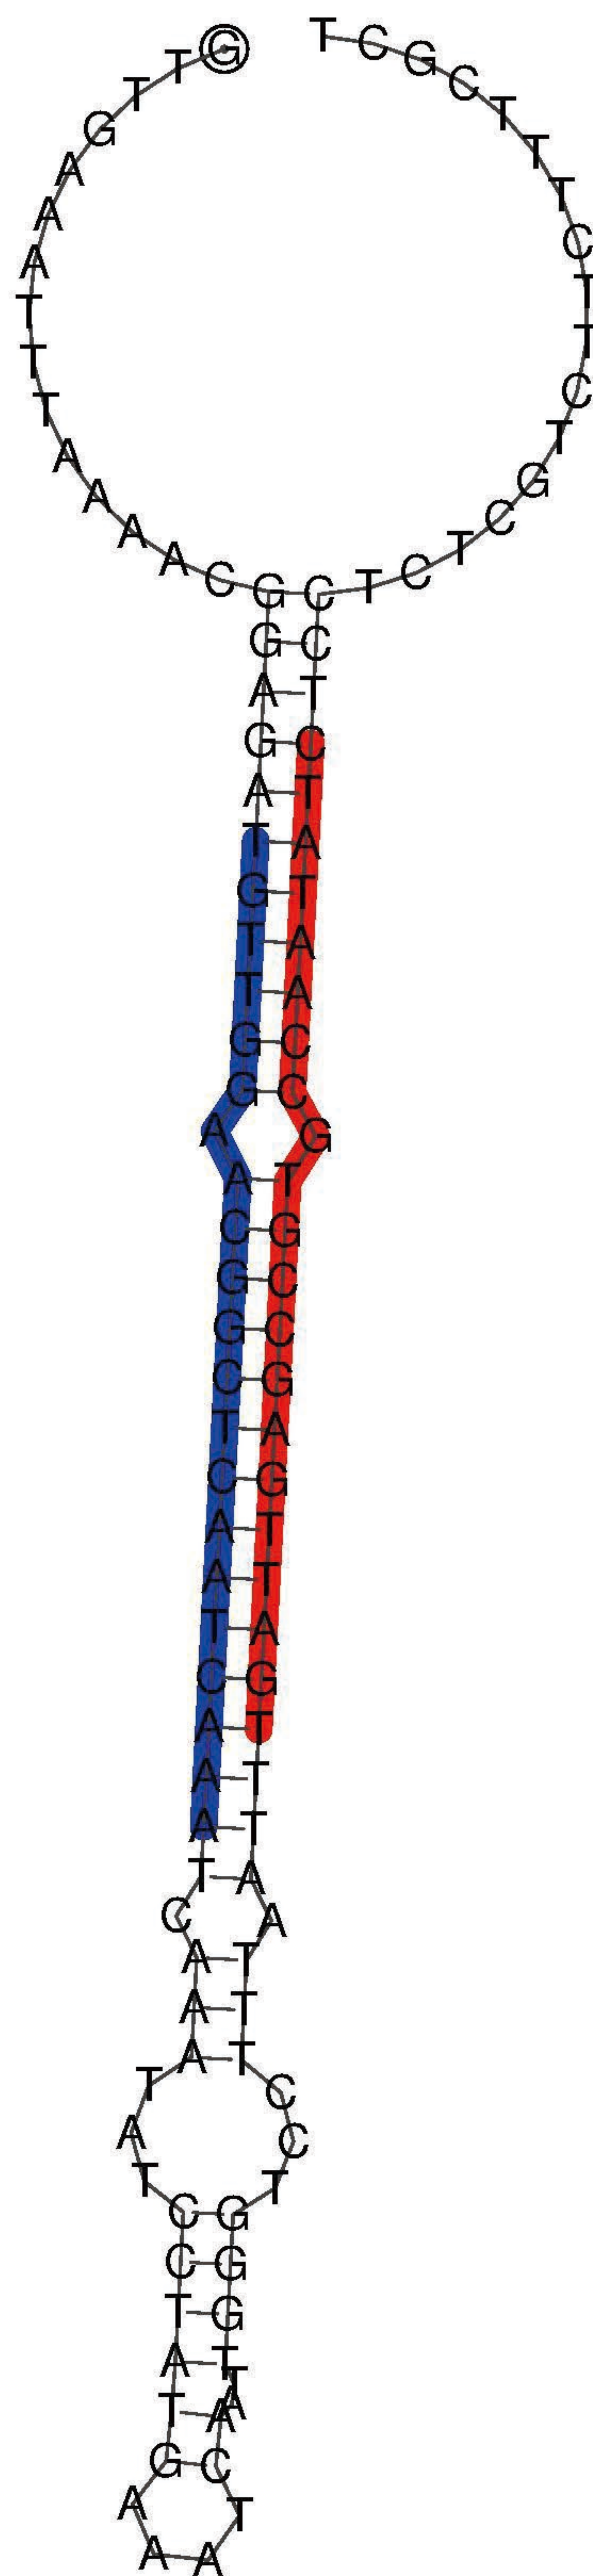

### Secondary structure for csi-miR172a

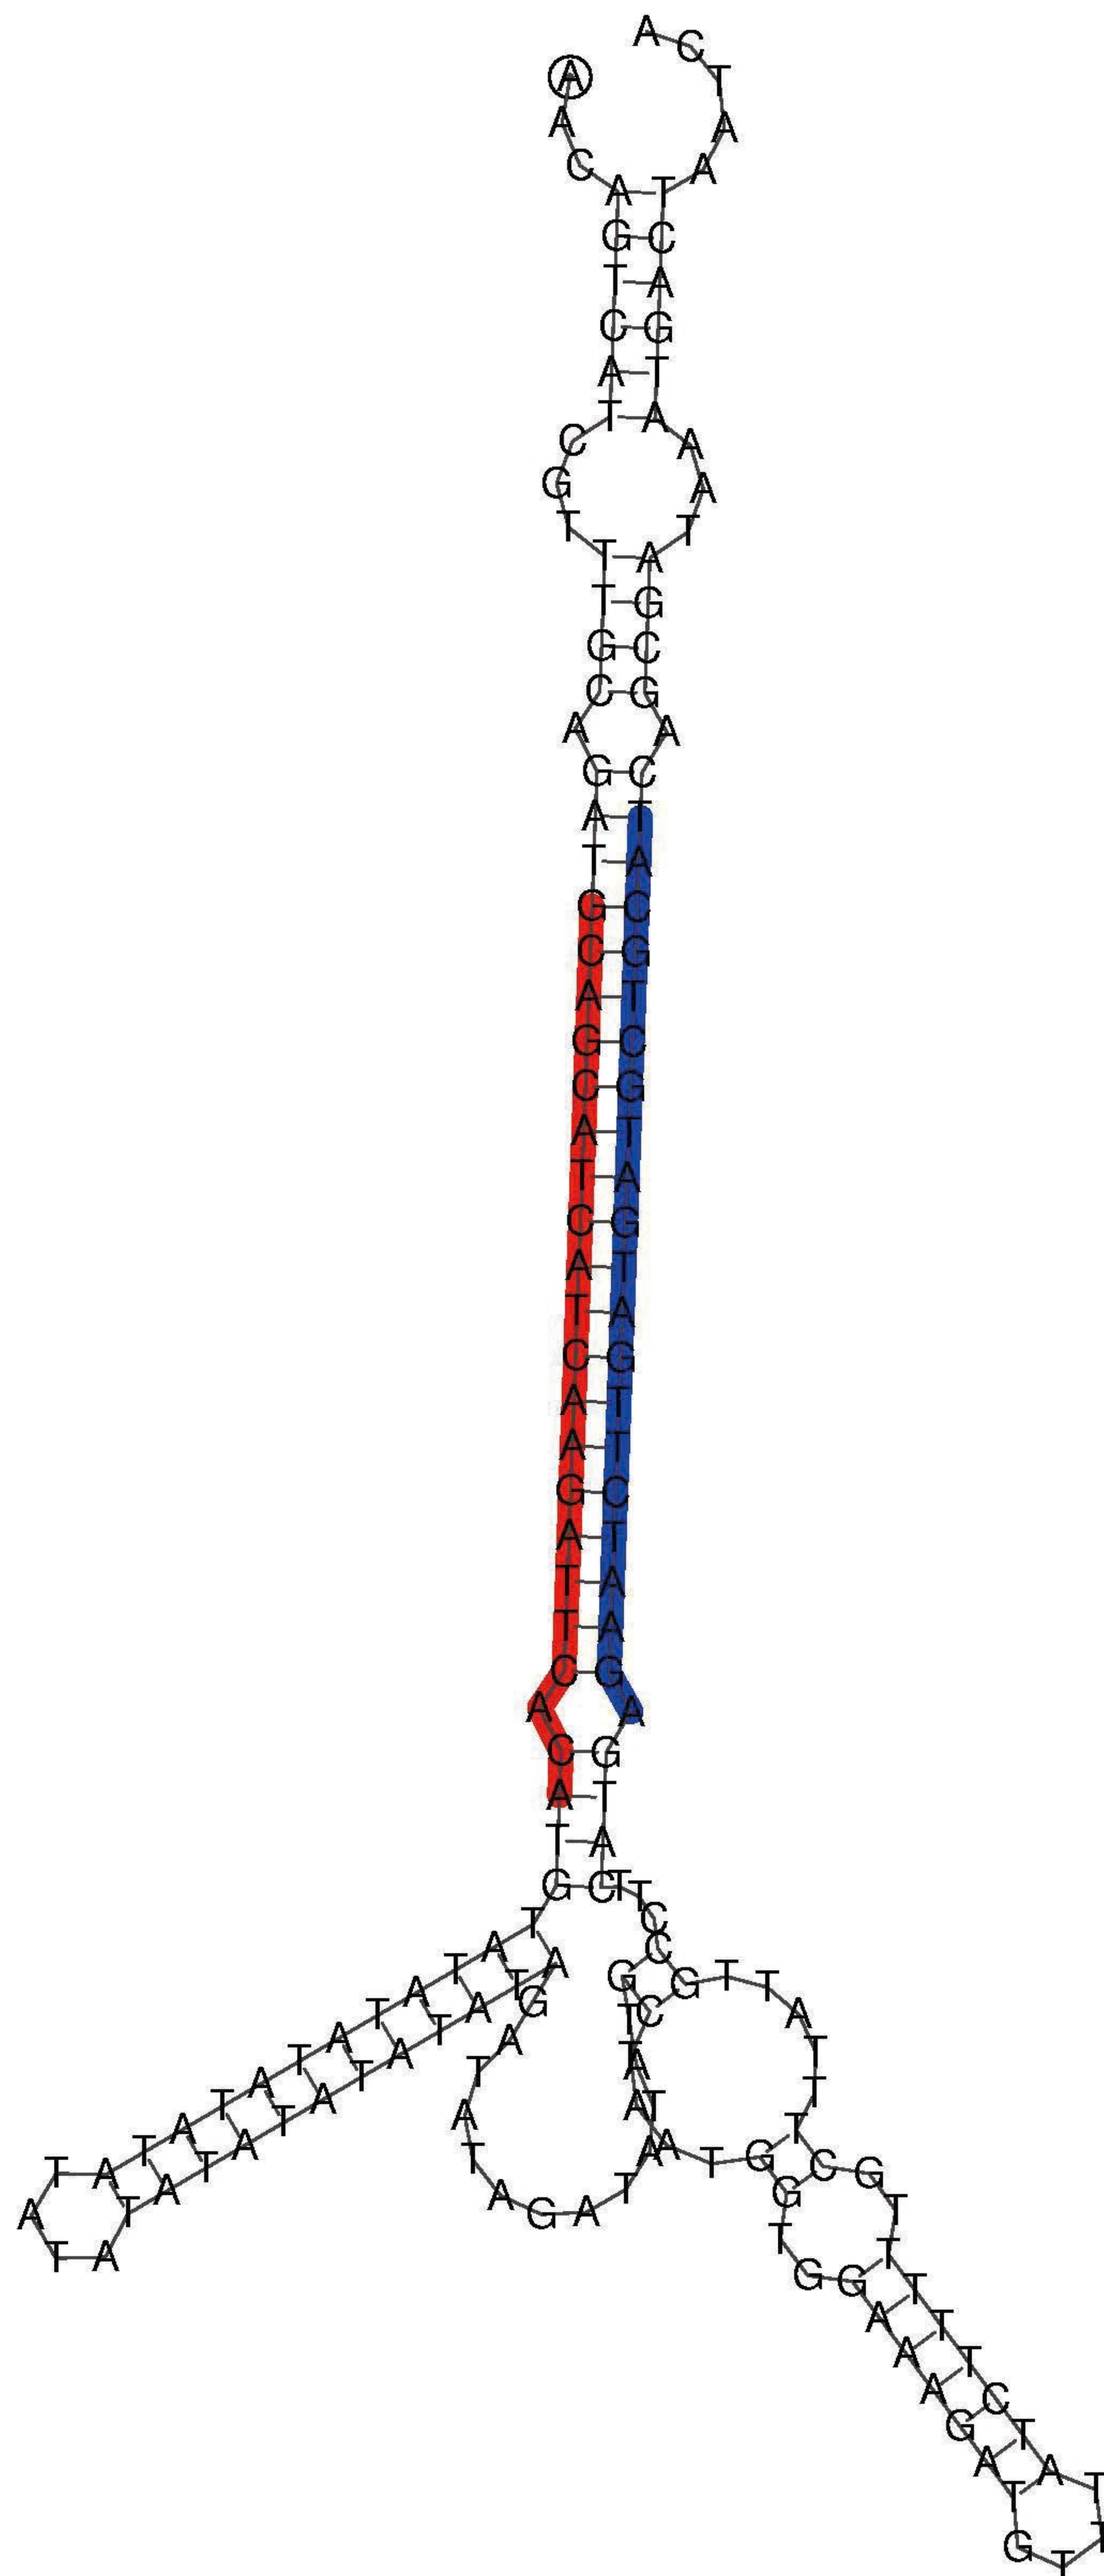

Secondary structure for csi-miR172a-3p

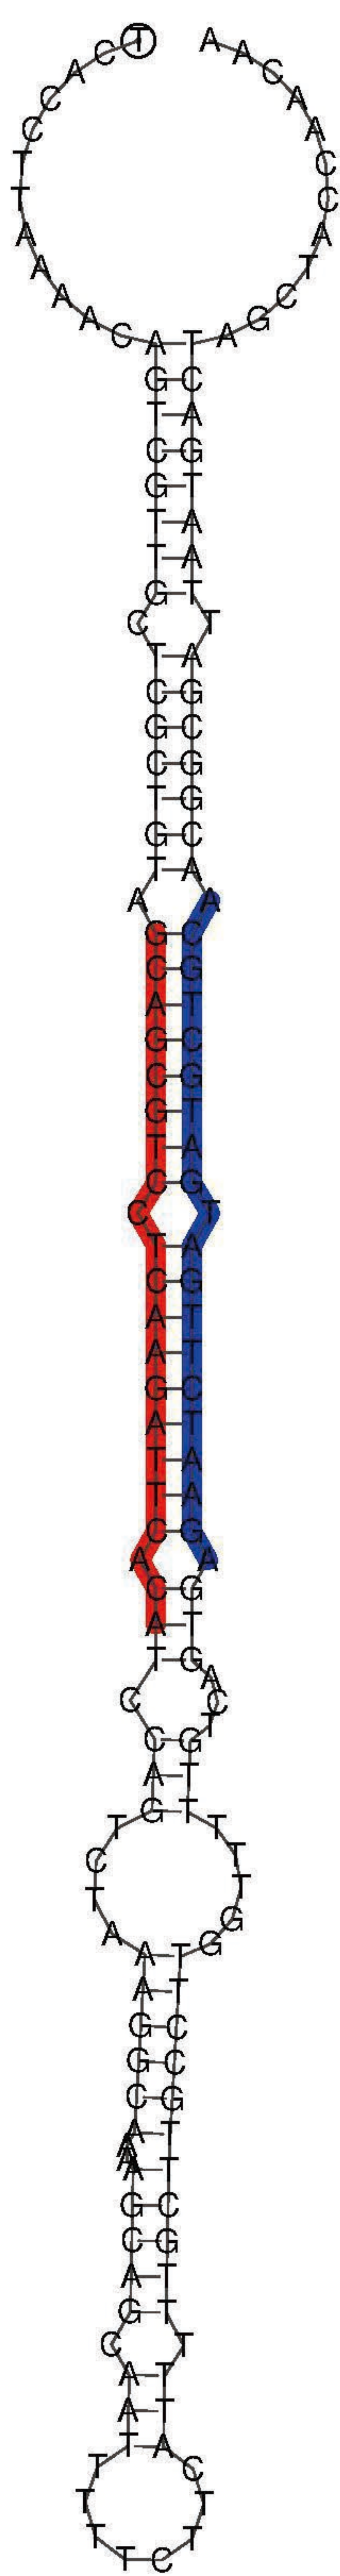

Secondary structure for csi-miR172a-5p

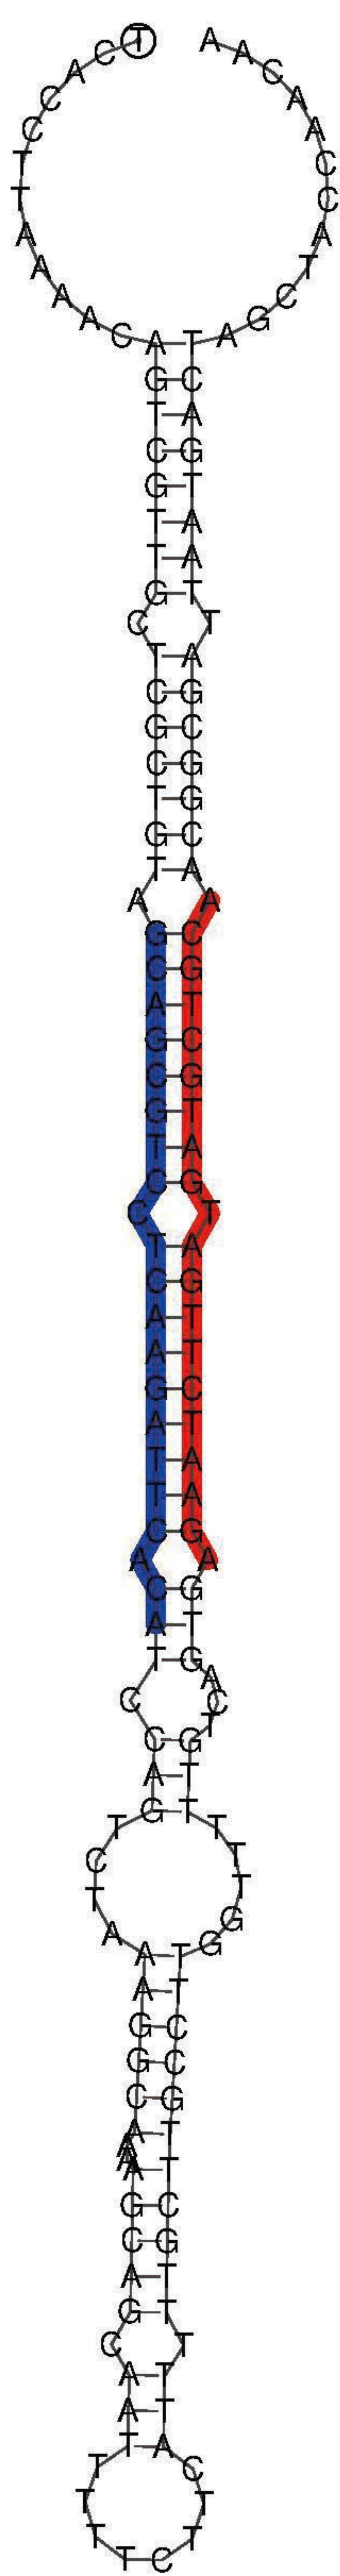

Secondary structure for csi-miR172b-5p

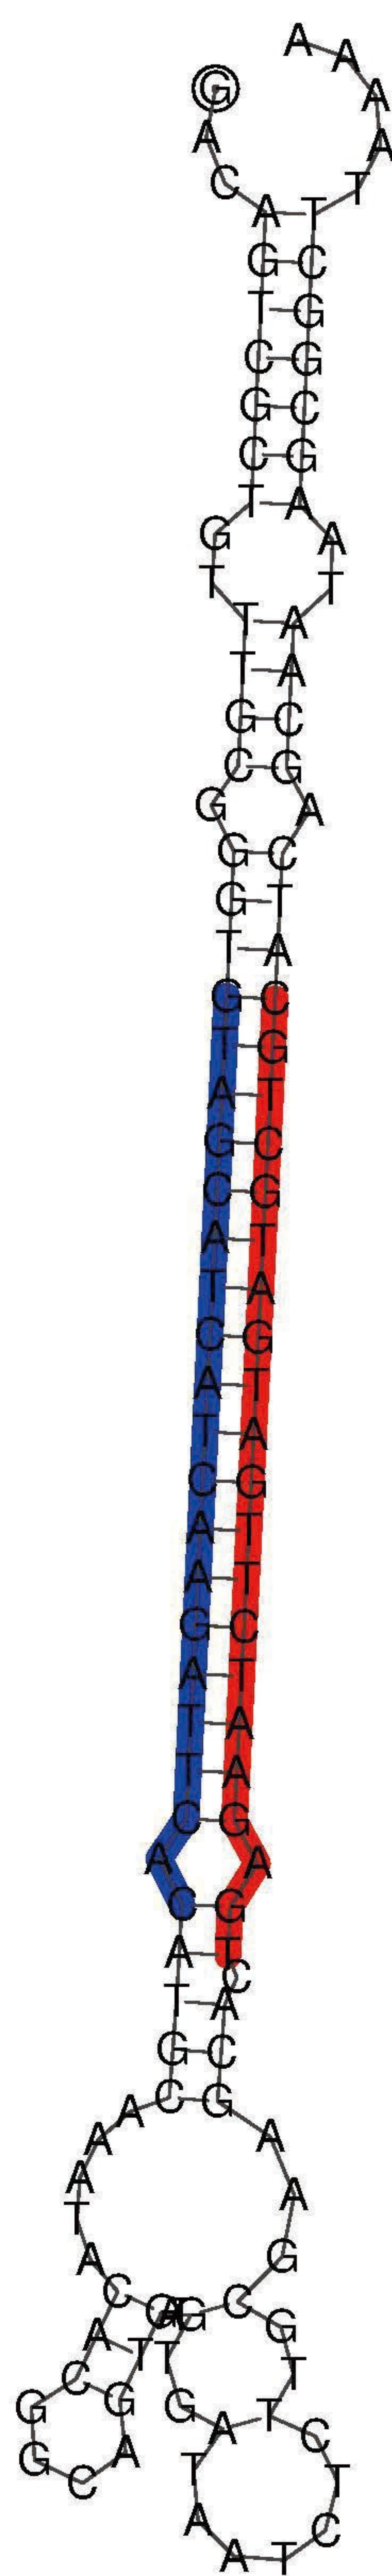

Secondary structure for csi-miR172c

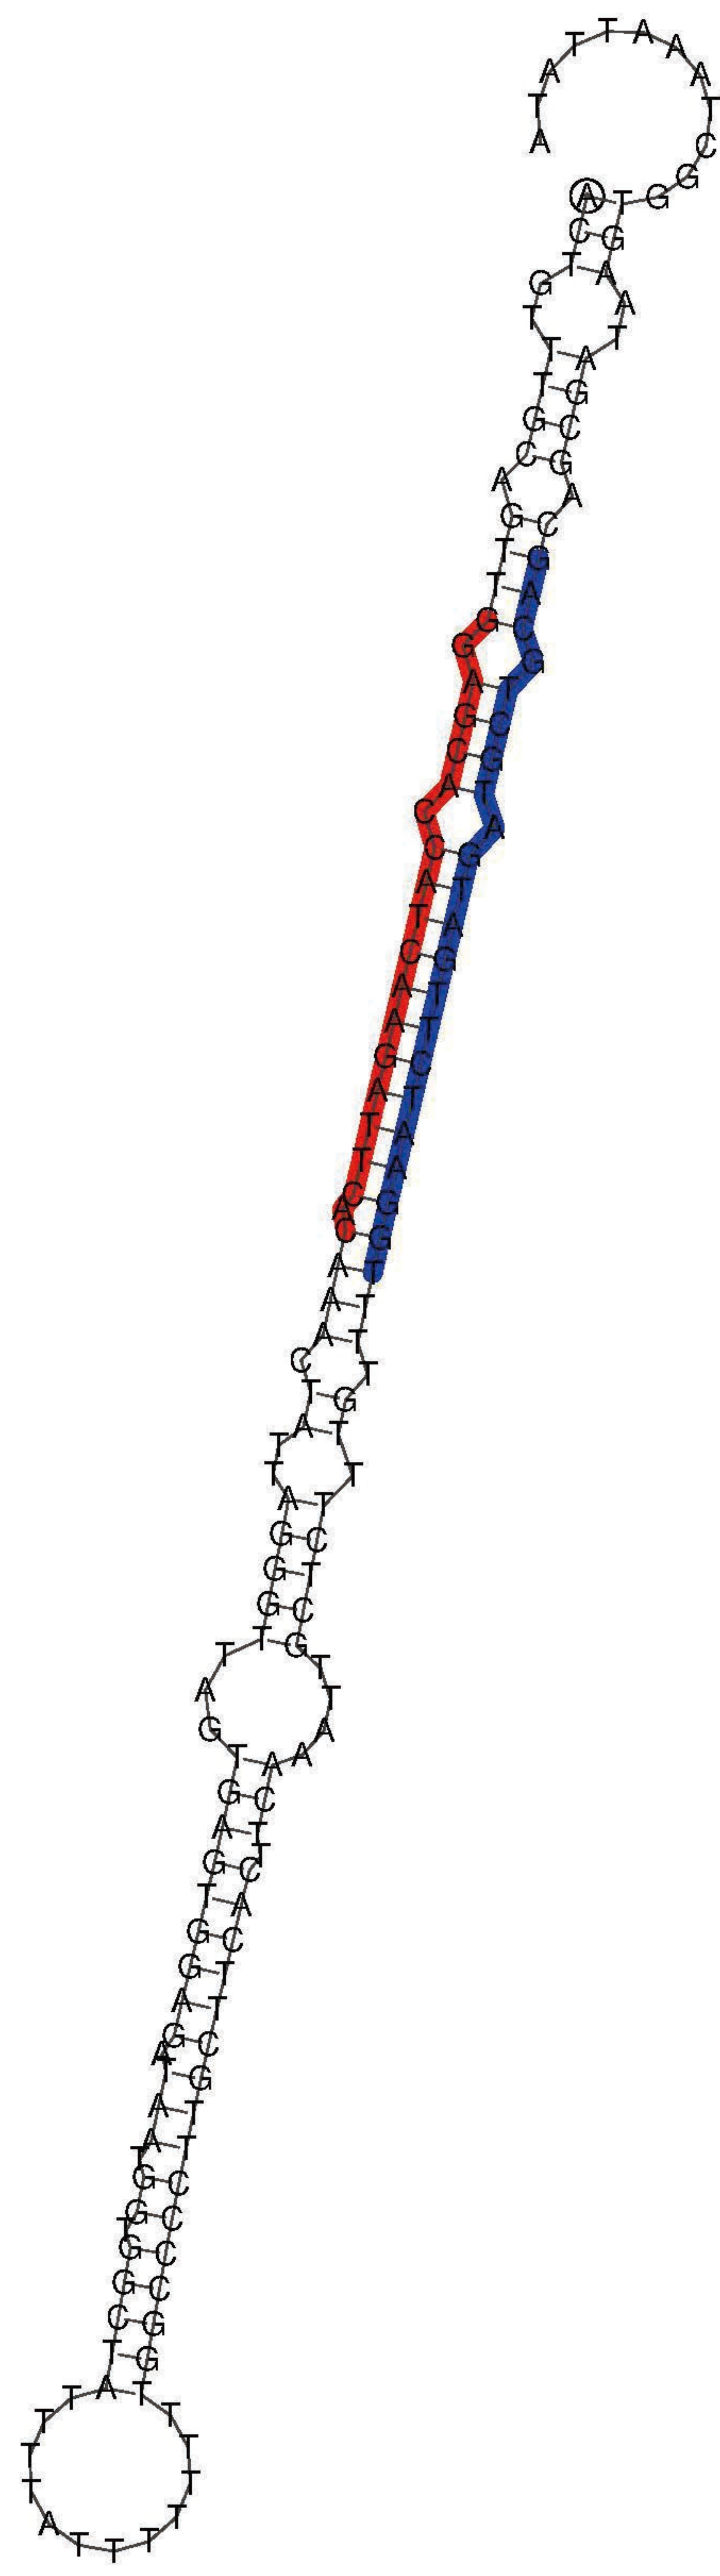

## Secondary structure for csi-miR172e-3p

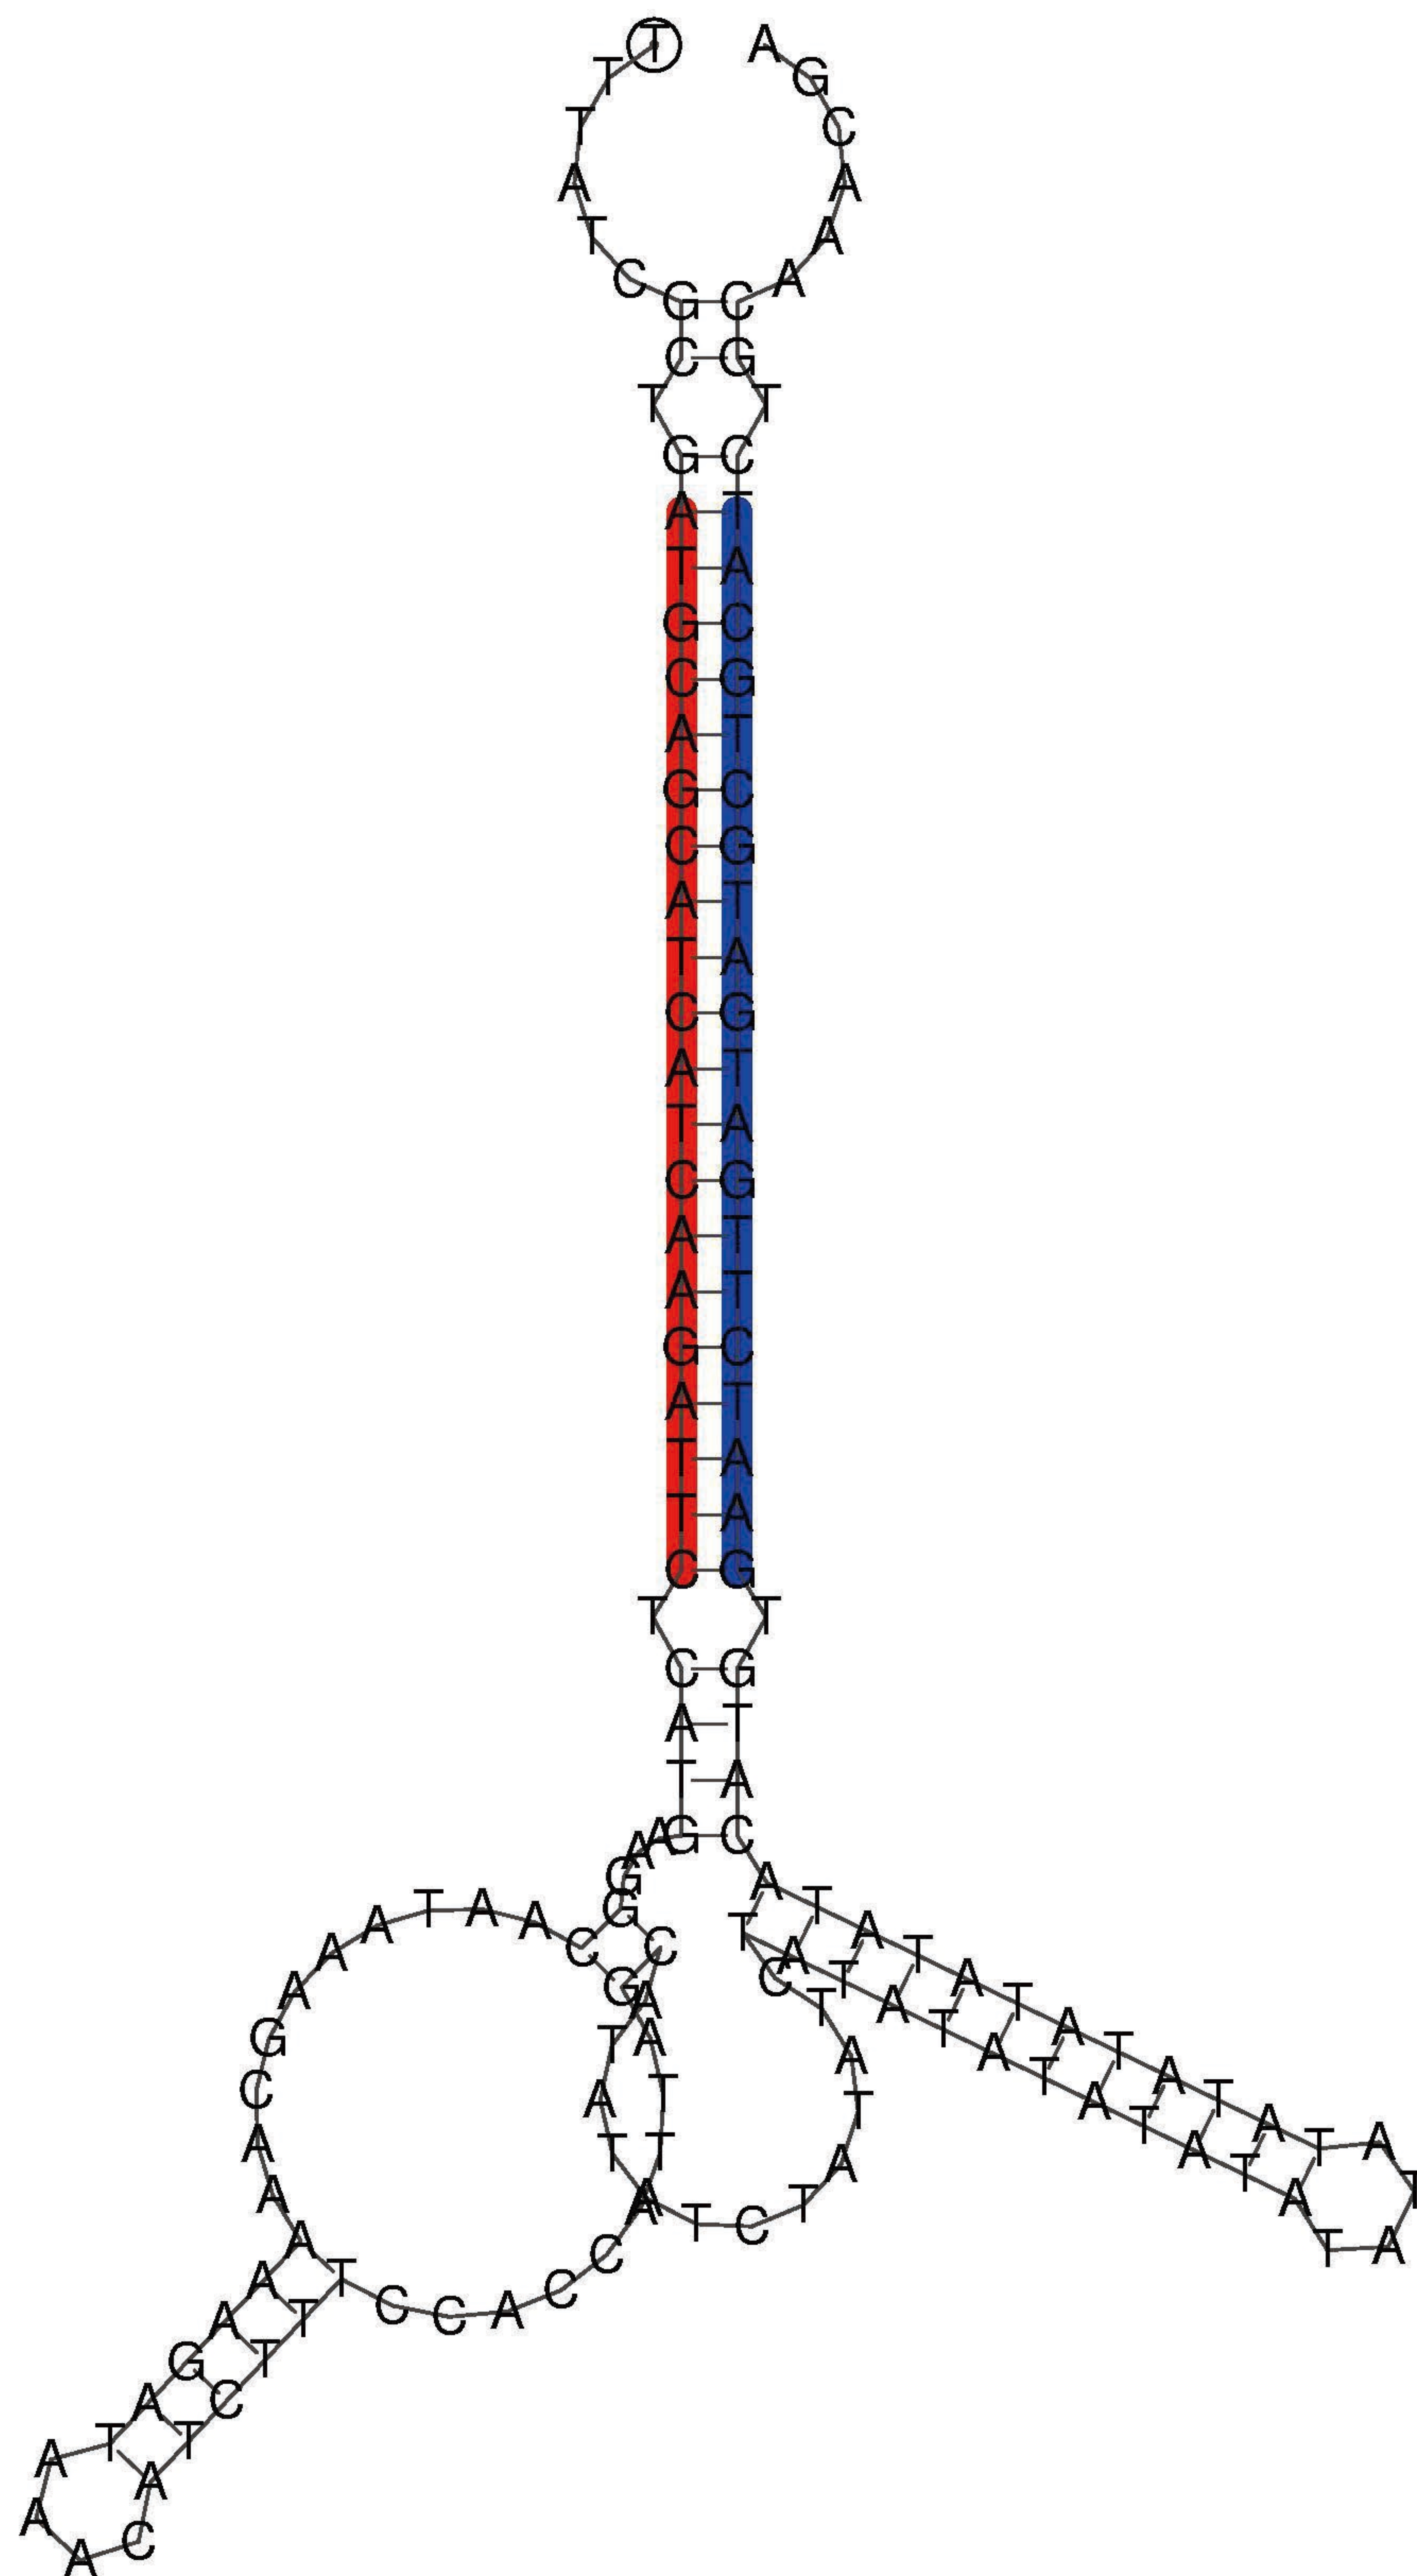

## Secondary structure for csi-miR172h-5p

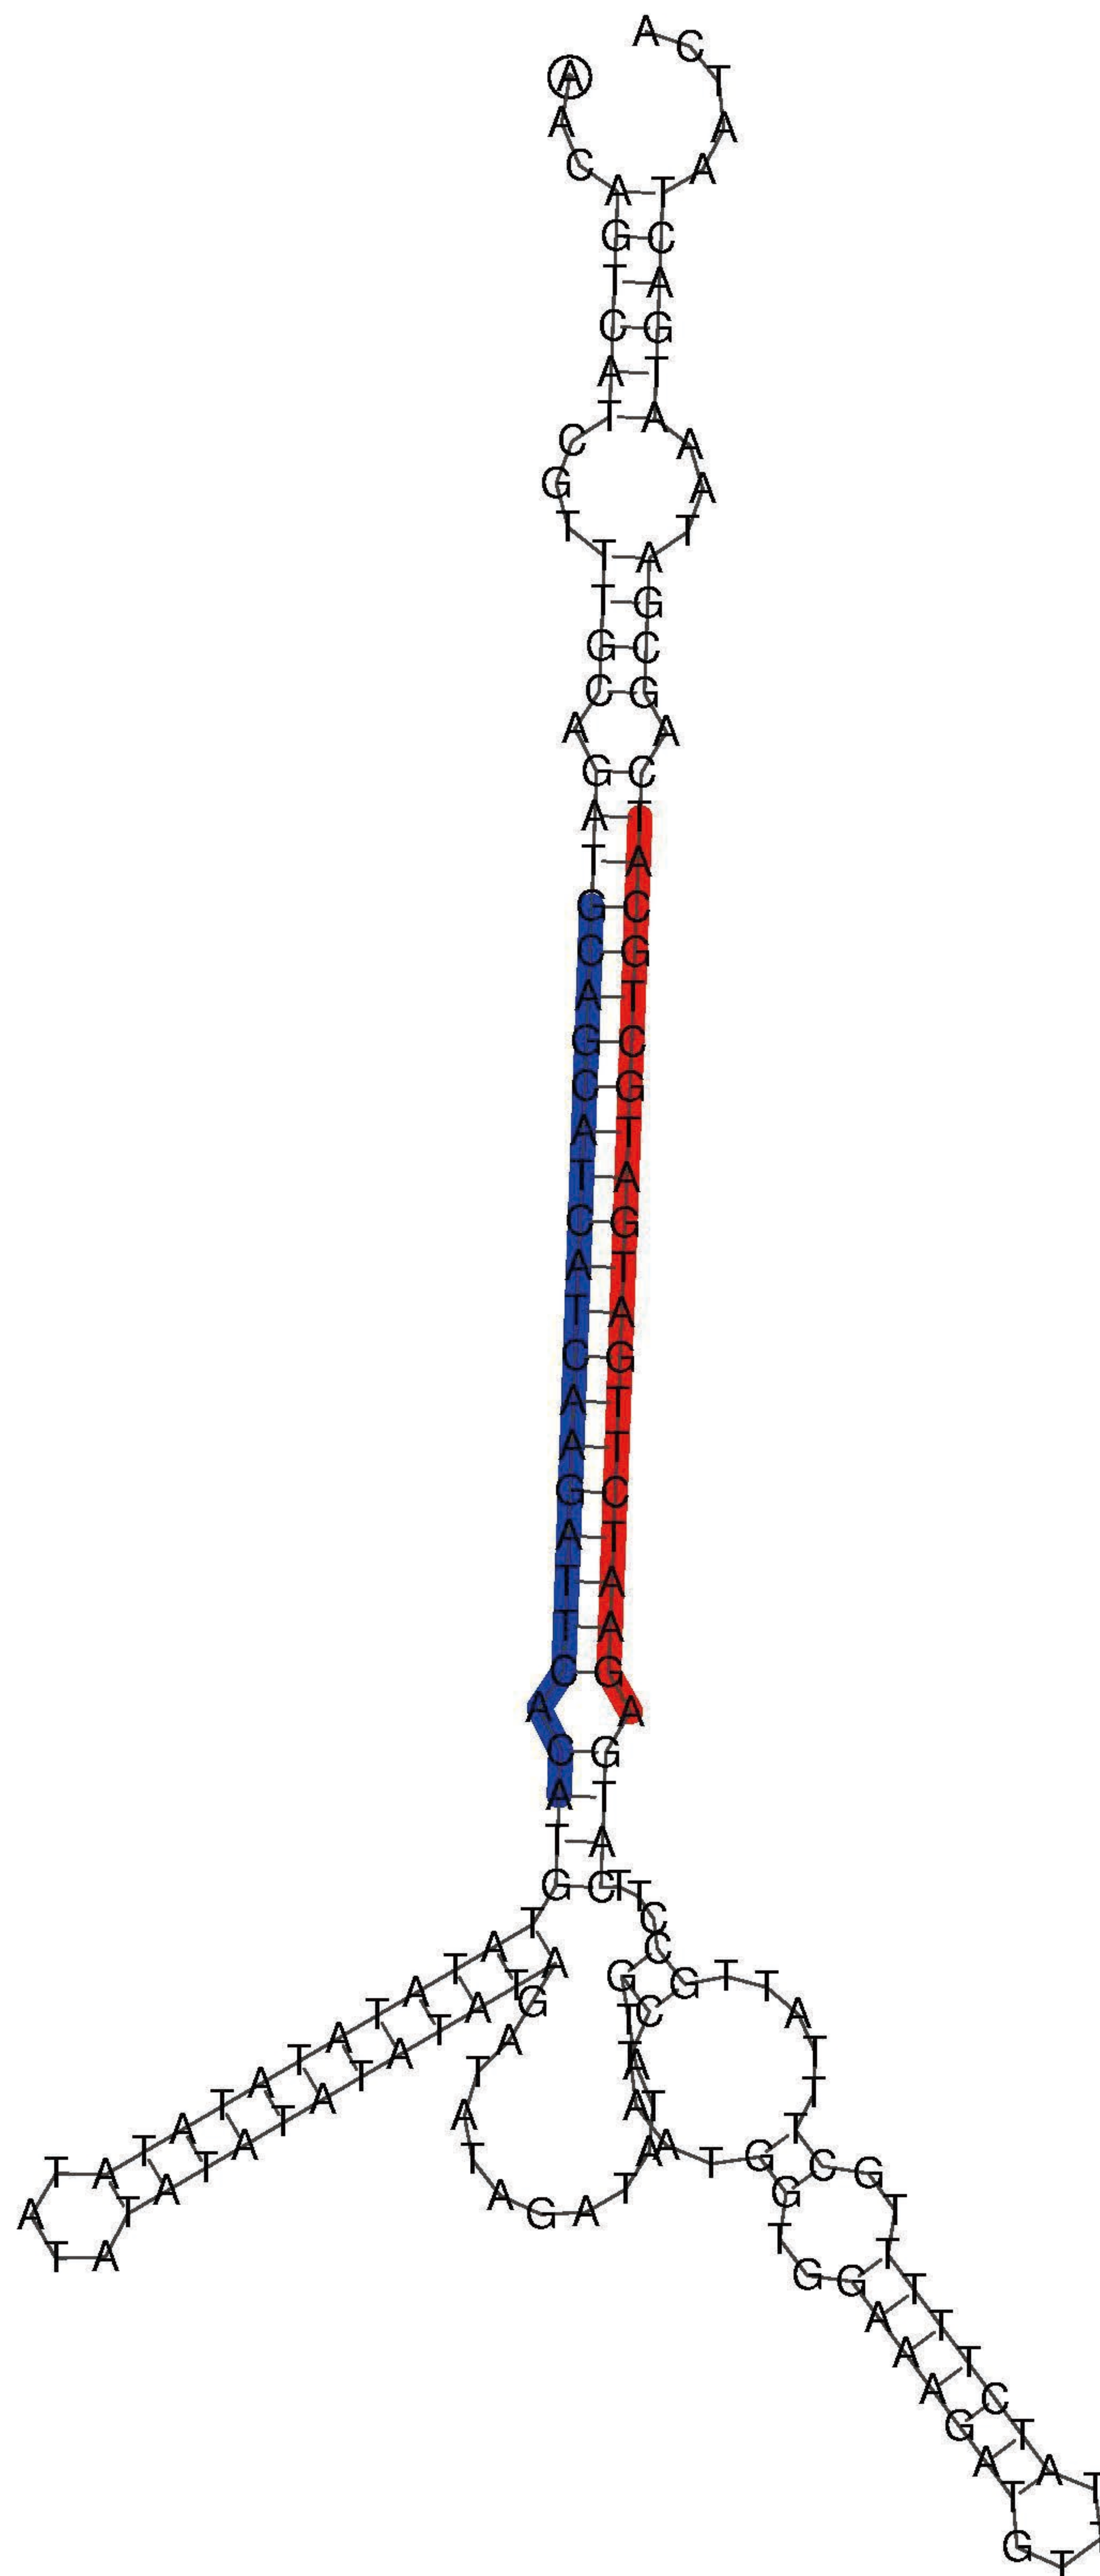

## Secondary structure for csi-miR1861a

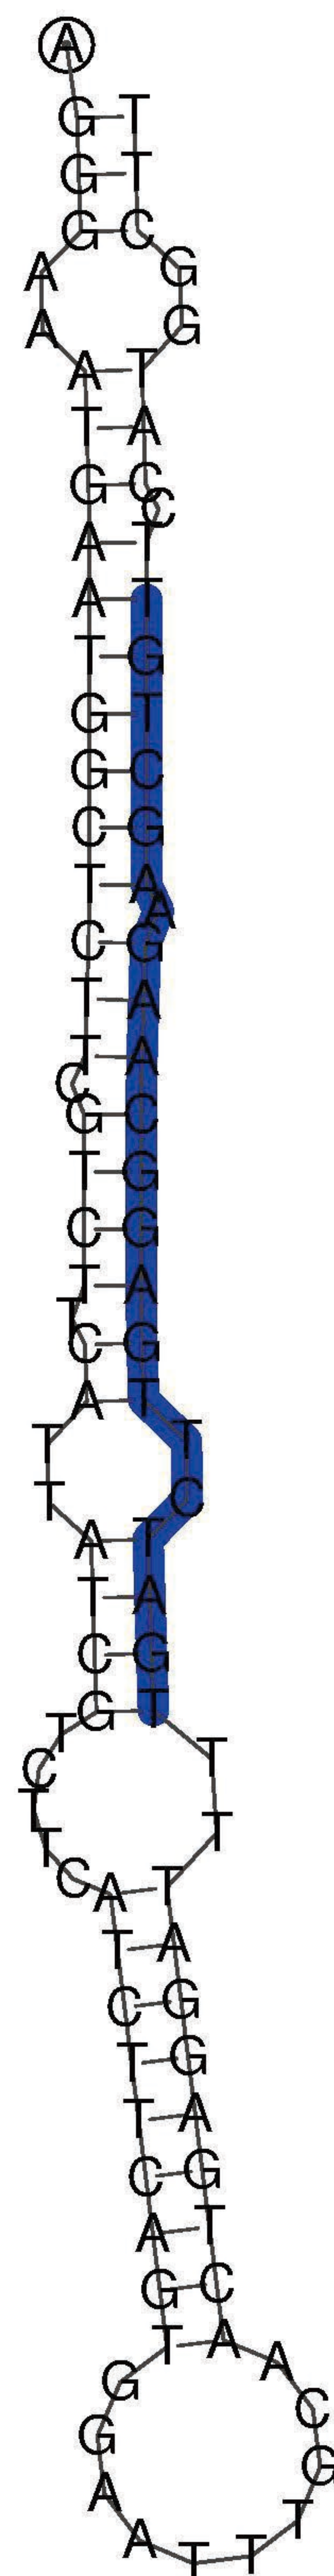

Secondary structure for csi-miR319

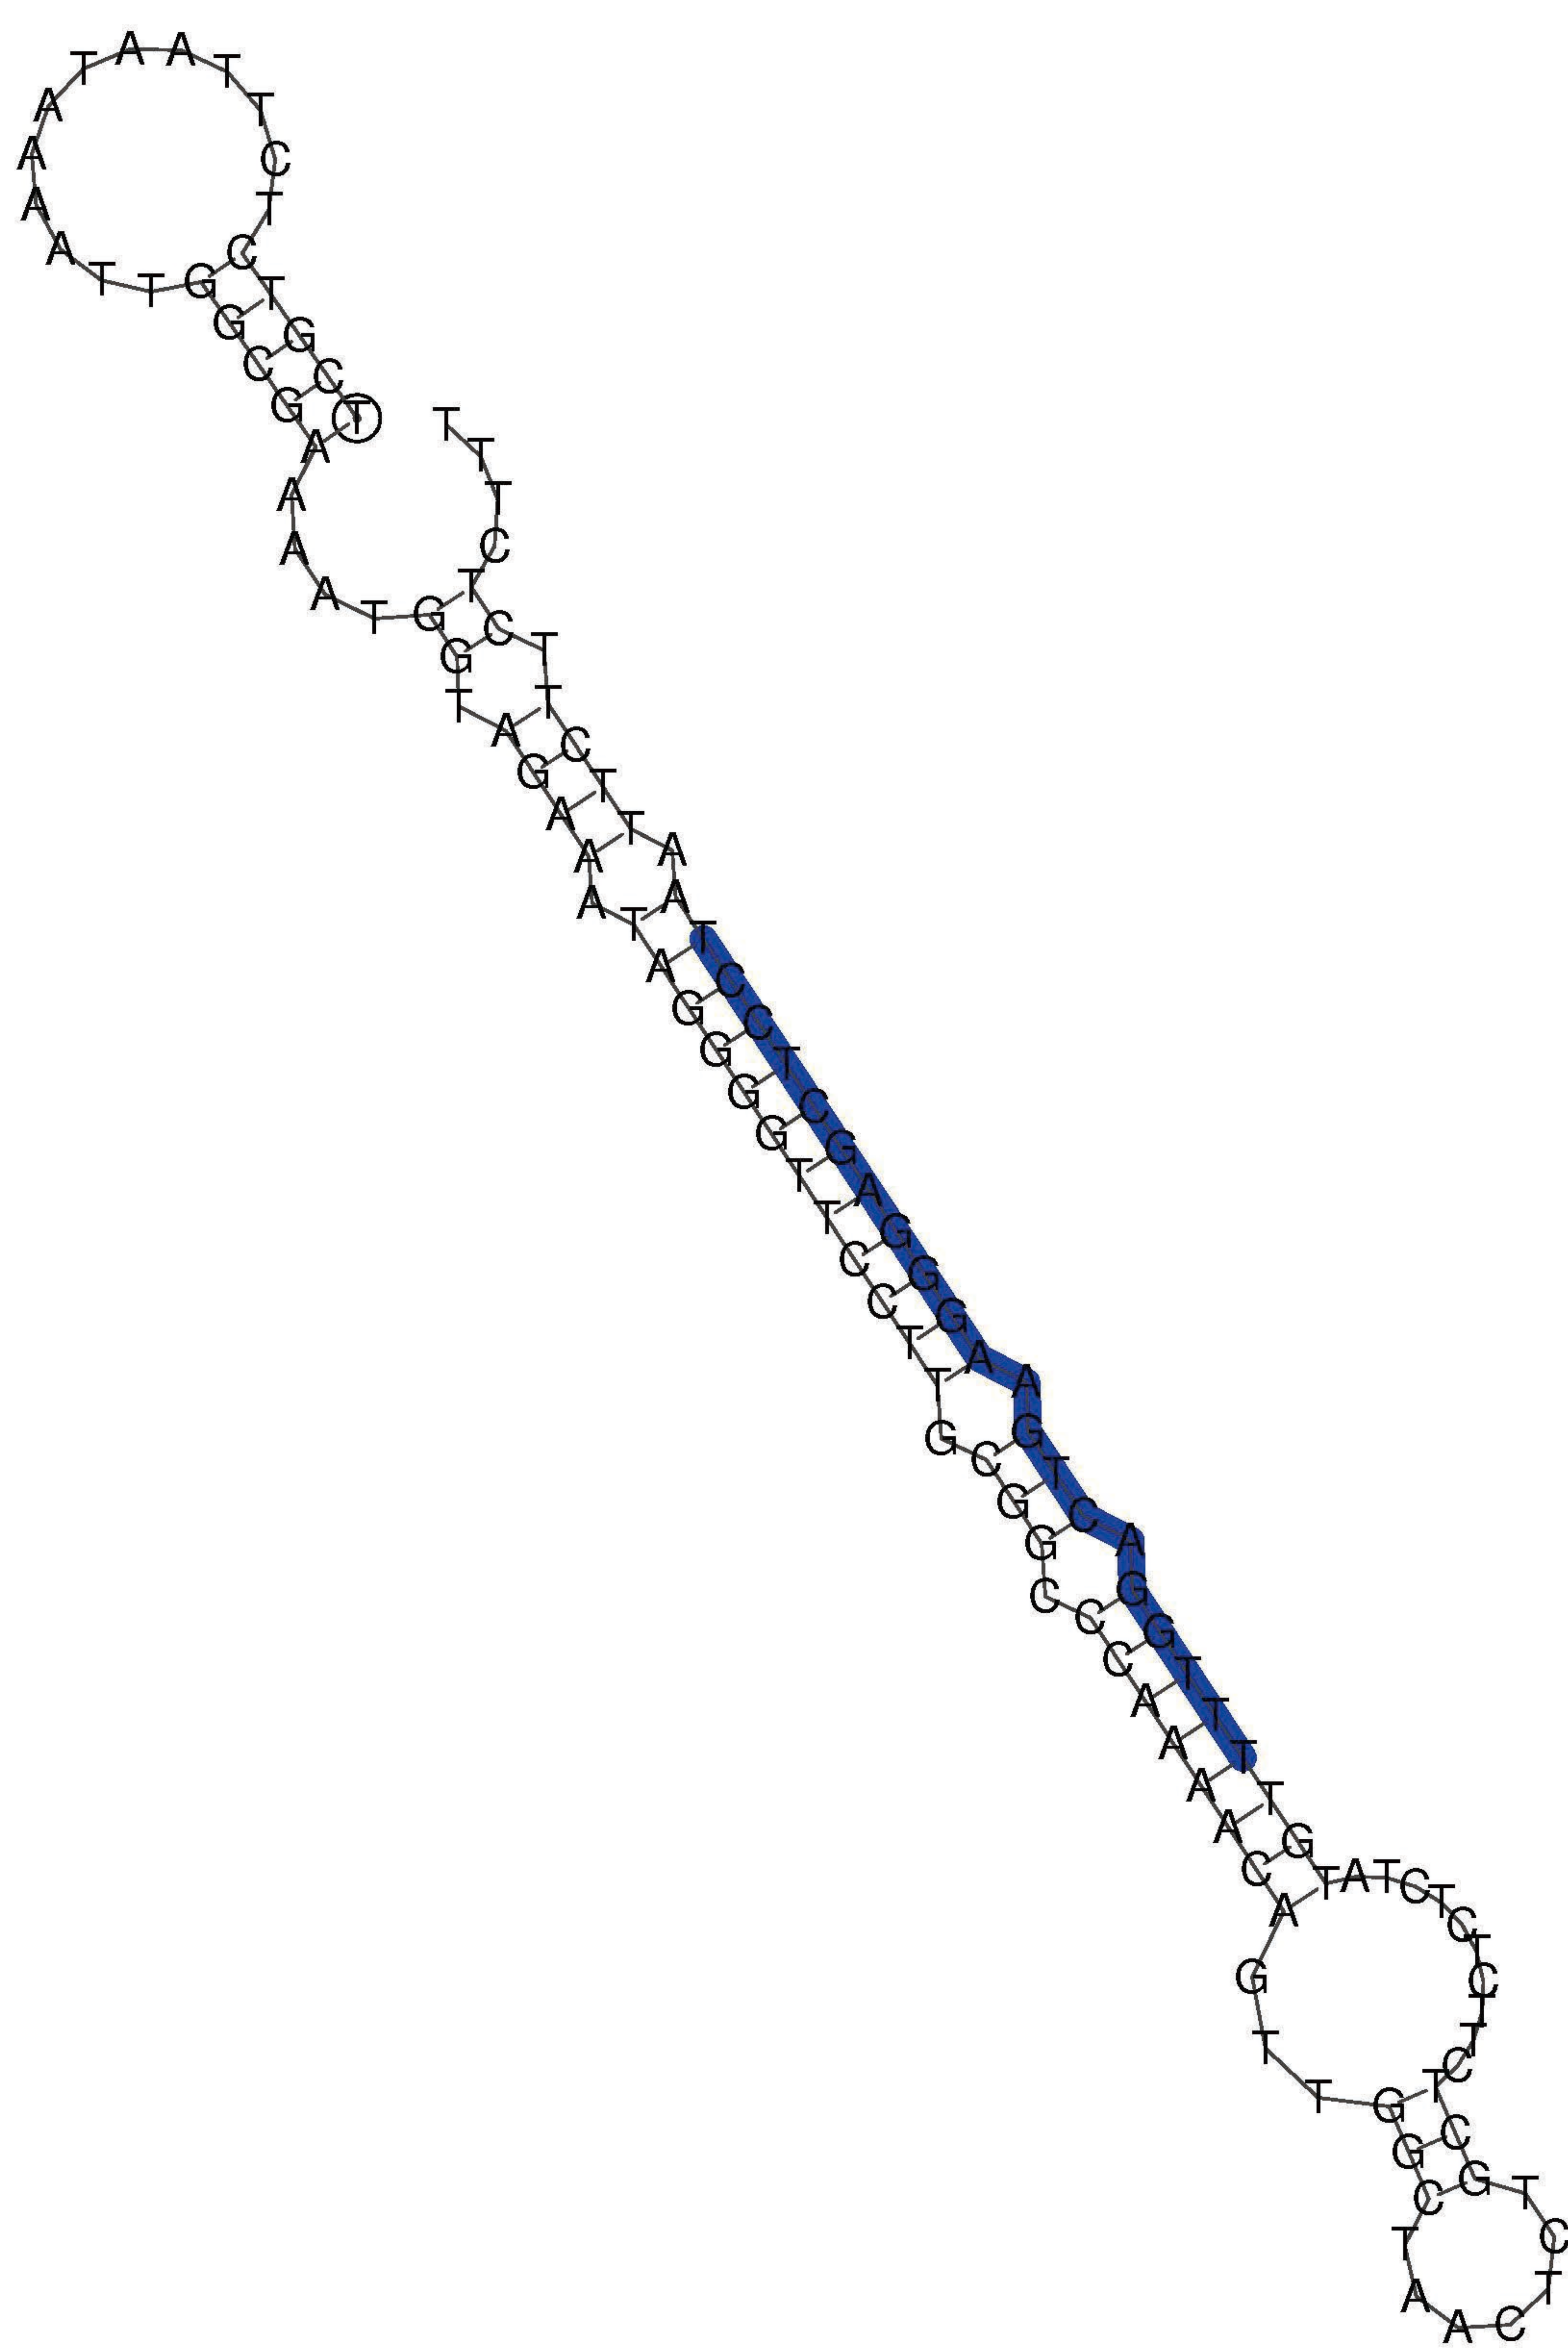

Secondary structure for csi-miR390

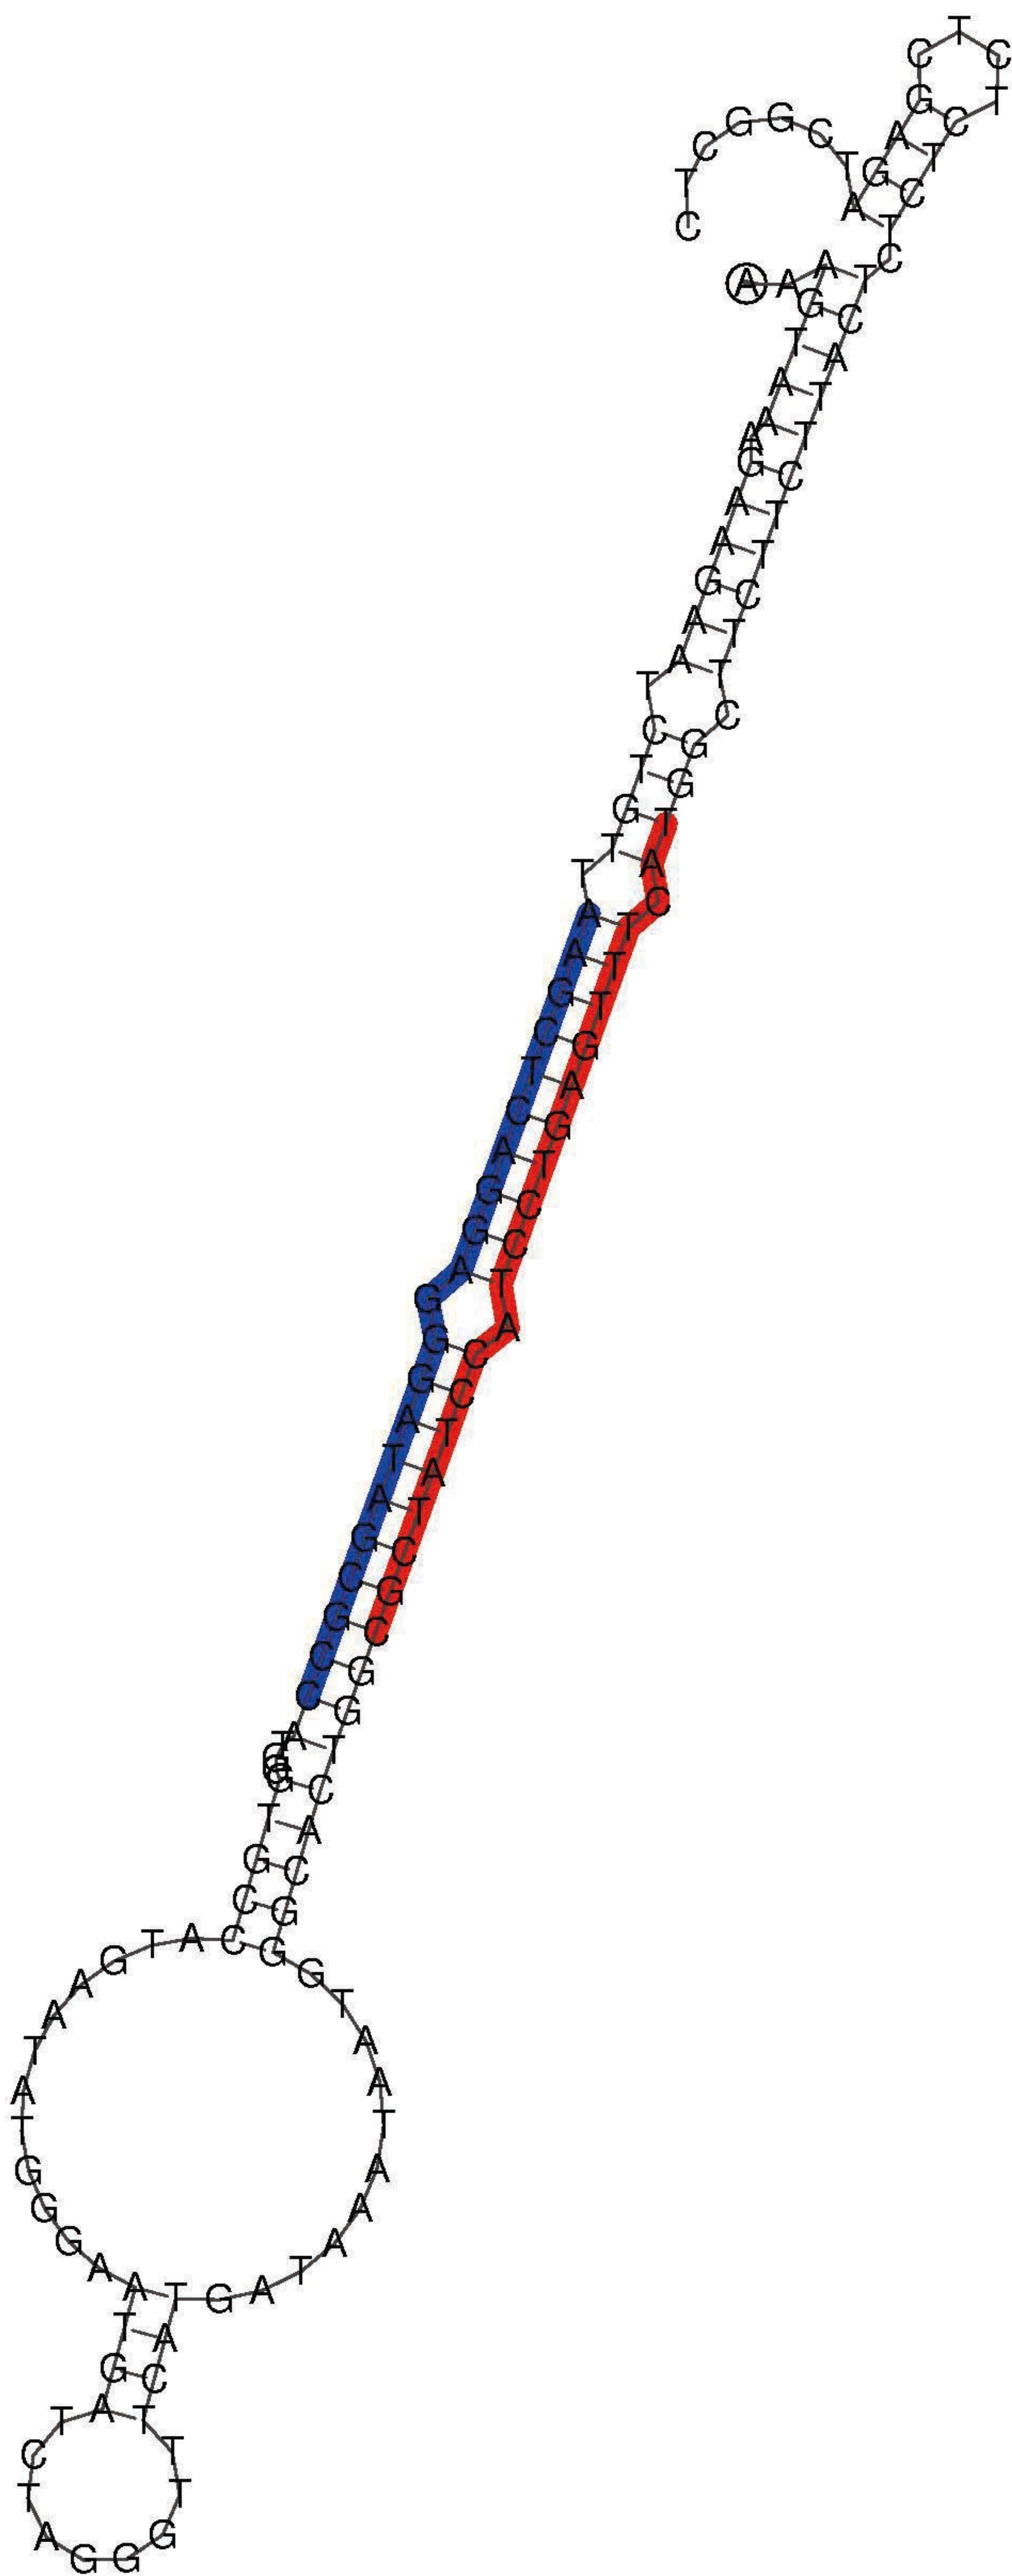

Secondary structure for csi-miR390a

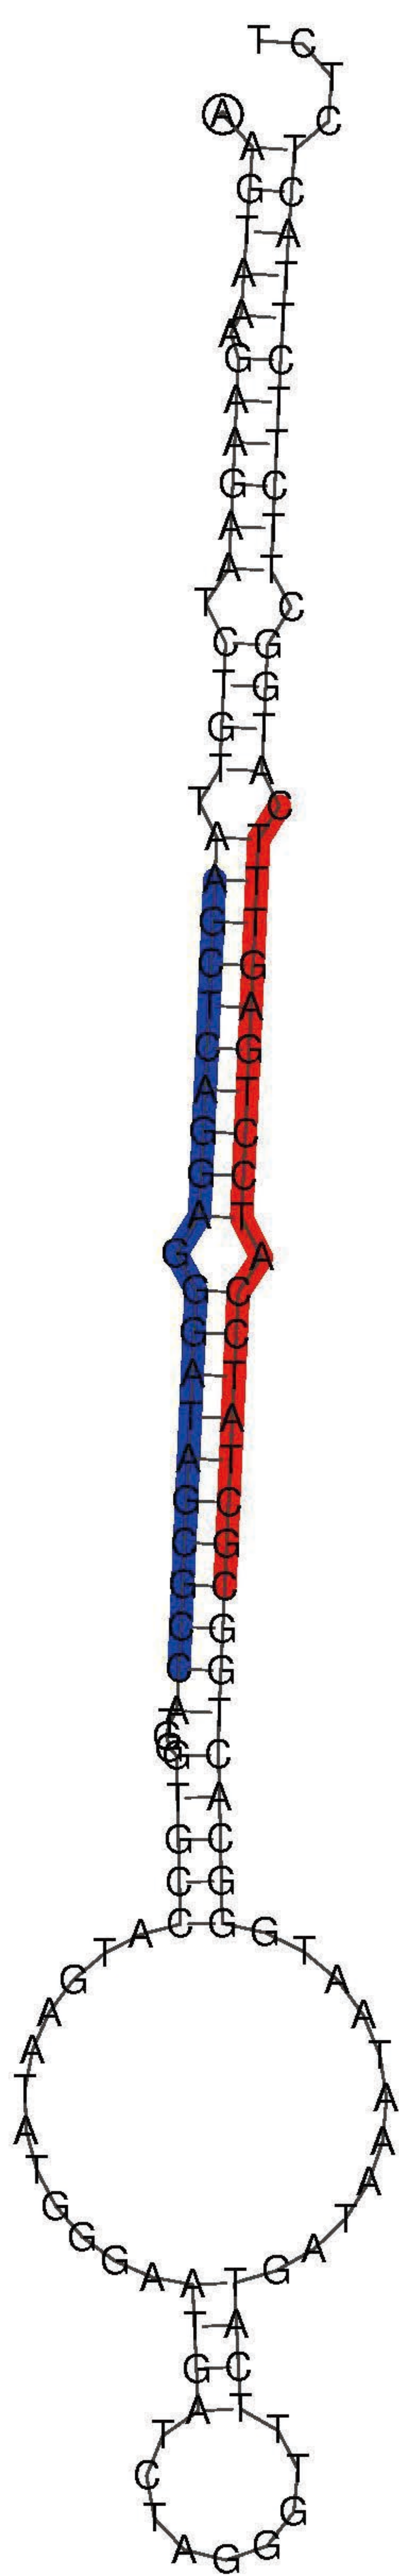

Secondary structure for csi-miR390a-3p

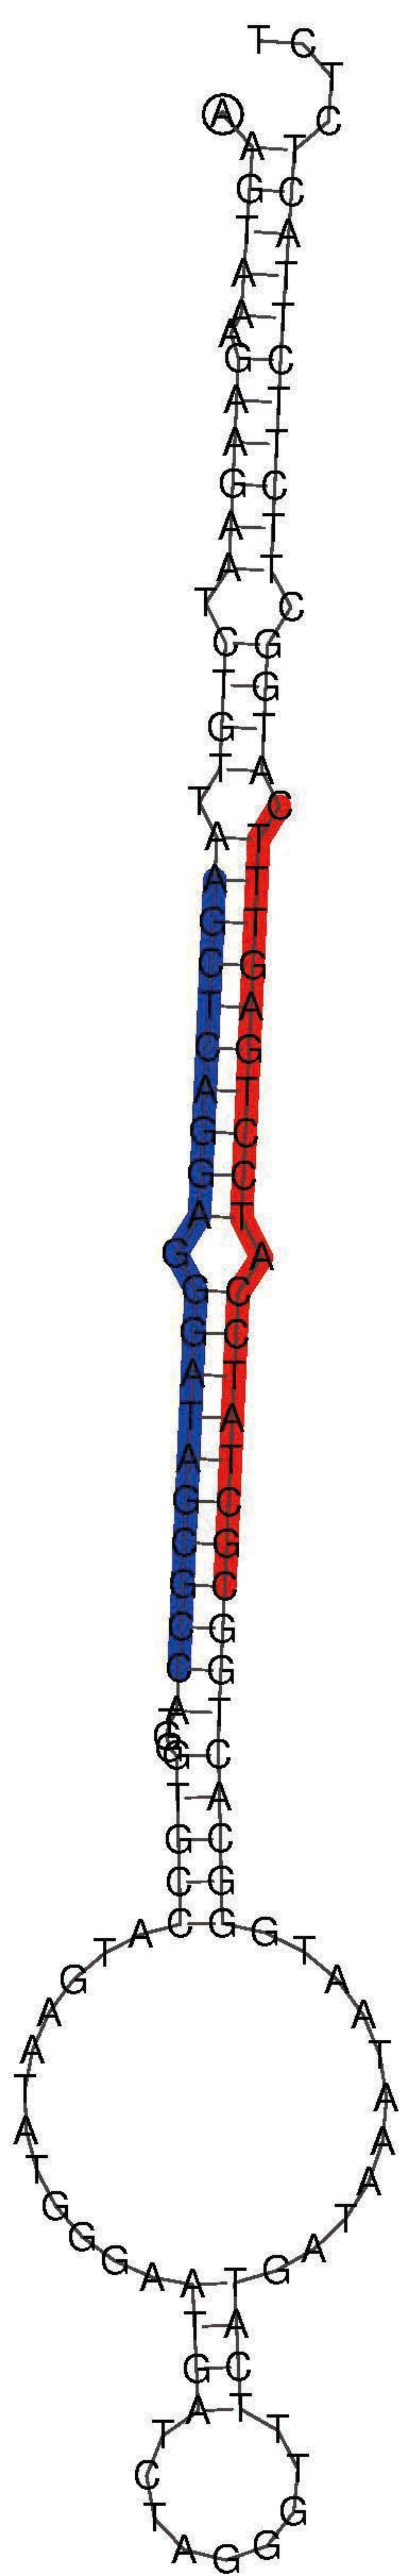

Secondary structure for csi-miR393-3p

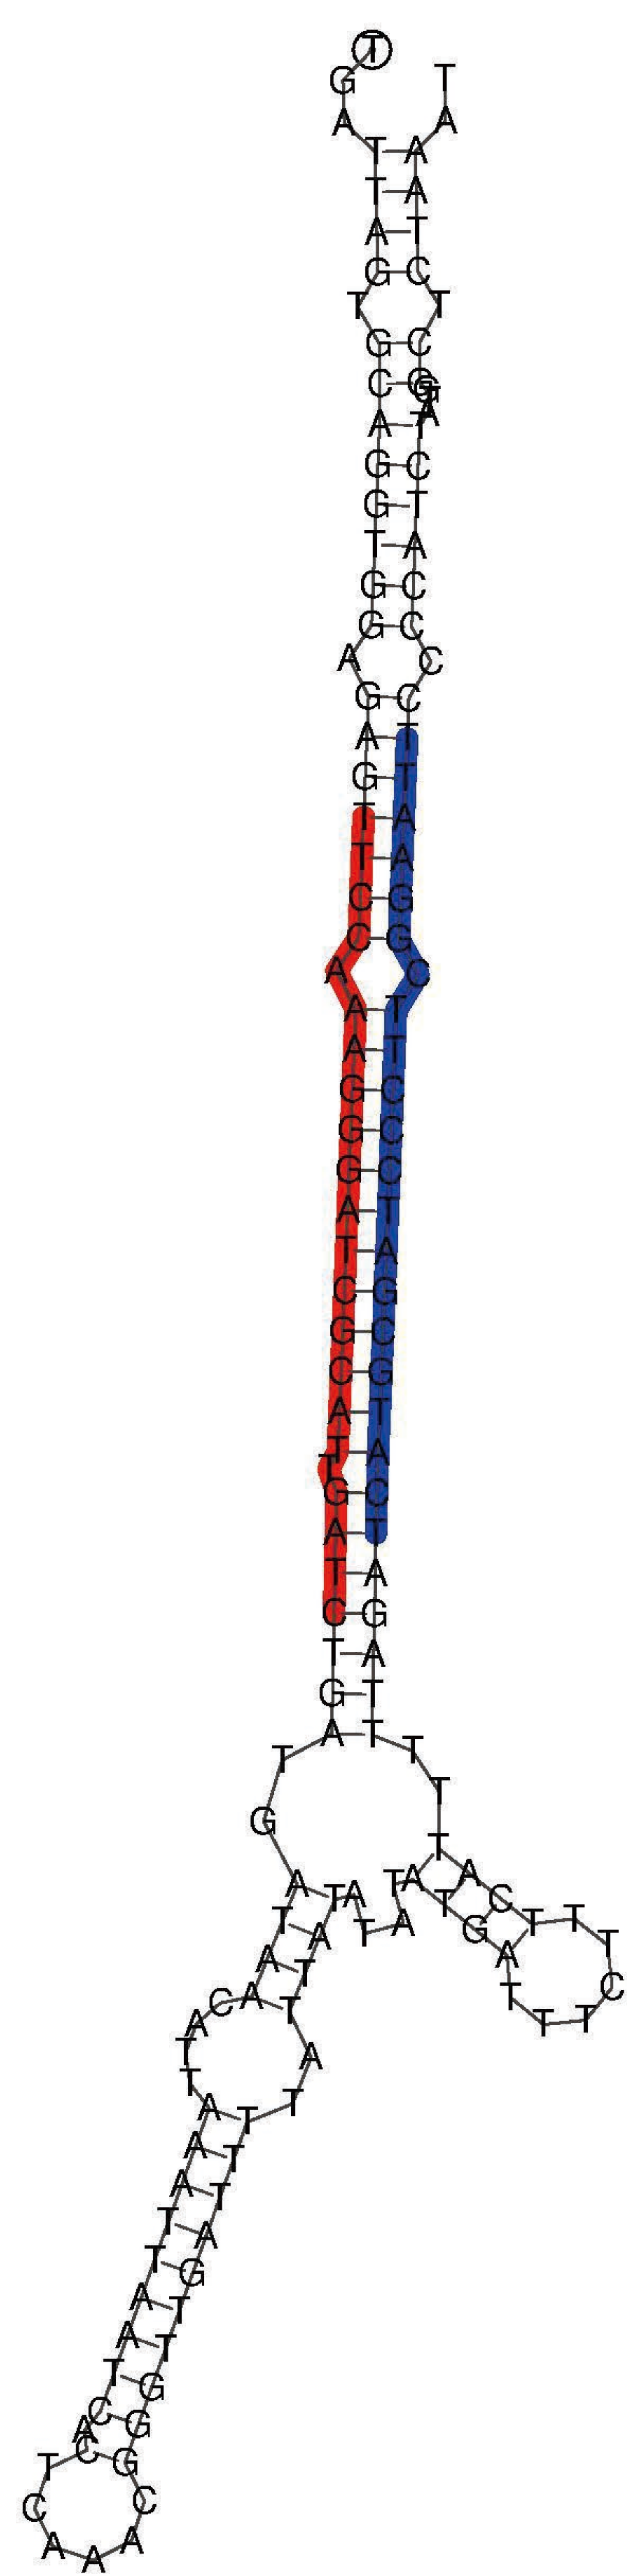

Secondary structure for csi-miR393a-3p

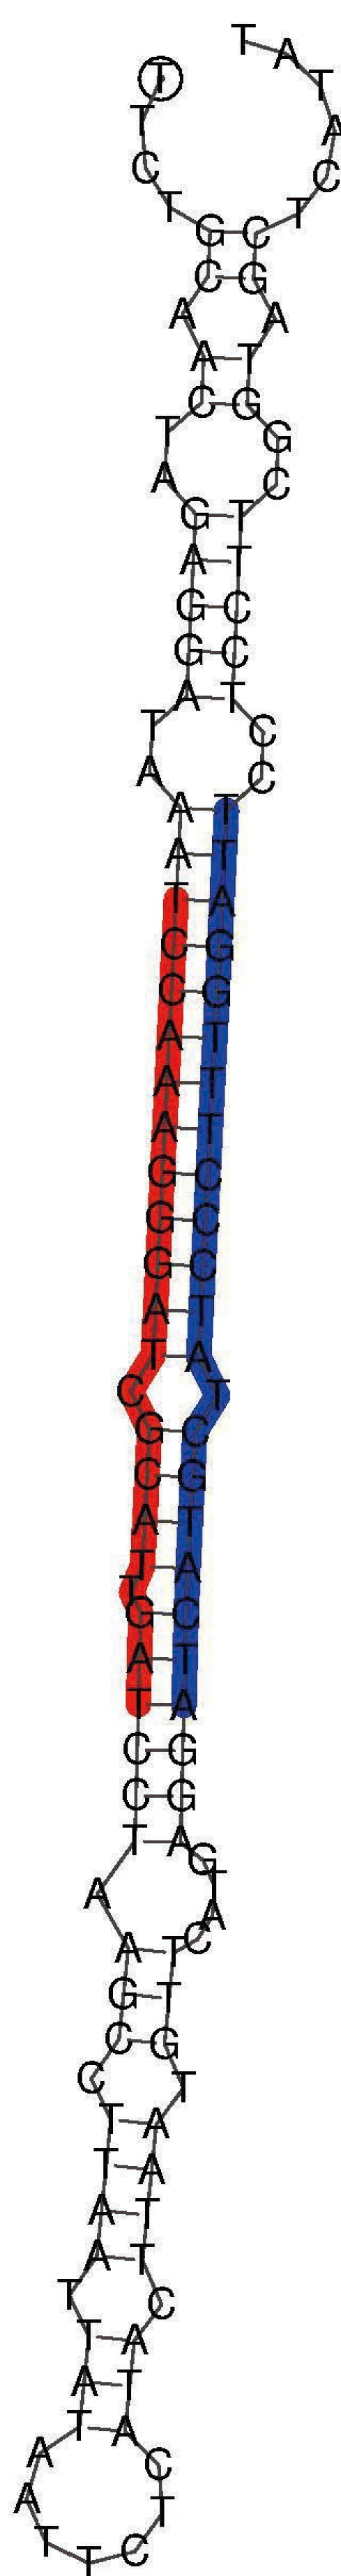

Secondary structure for csi-miR393h

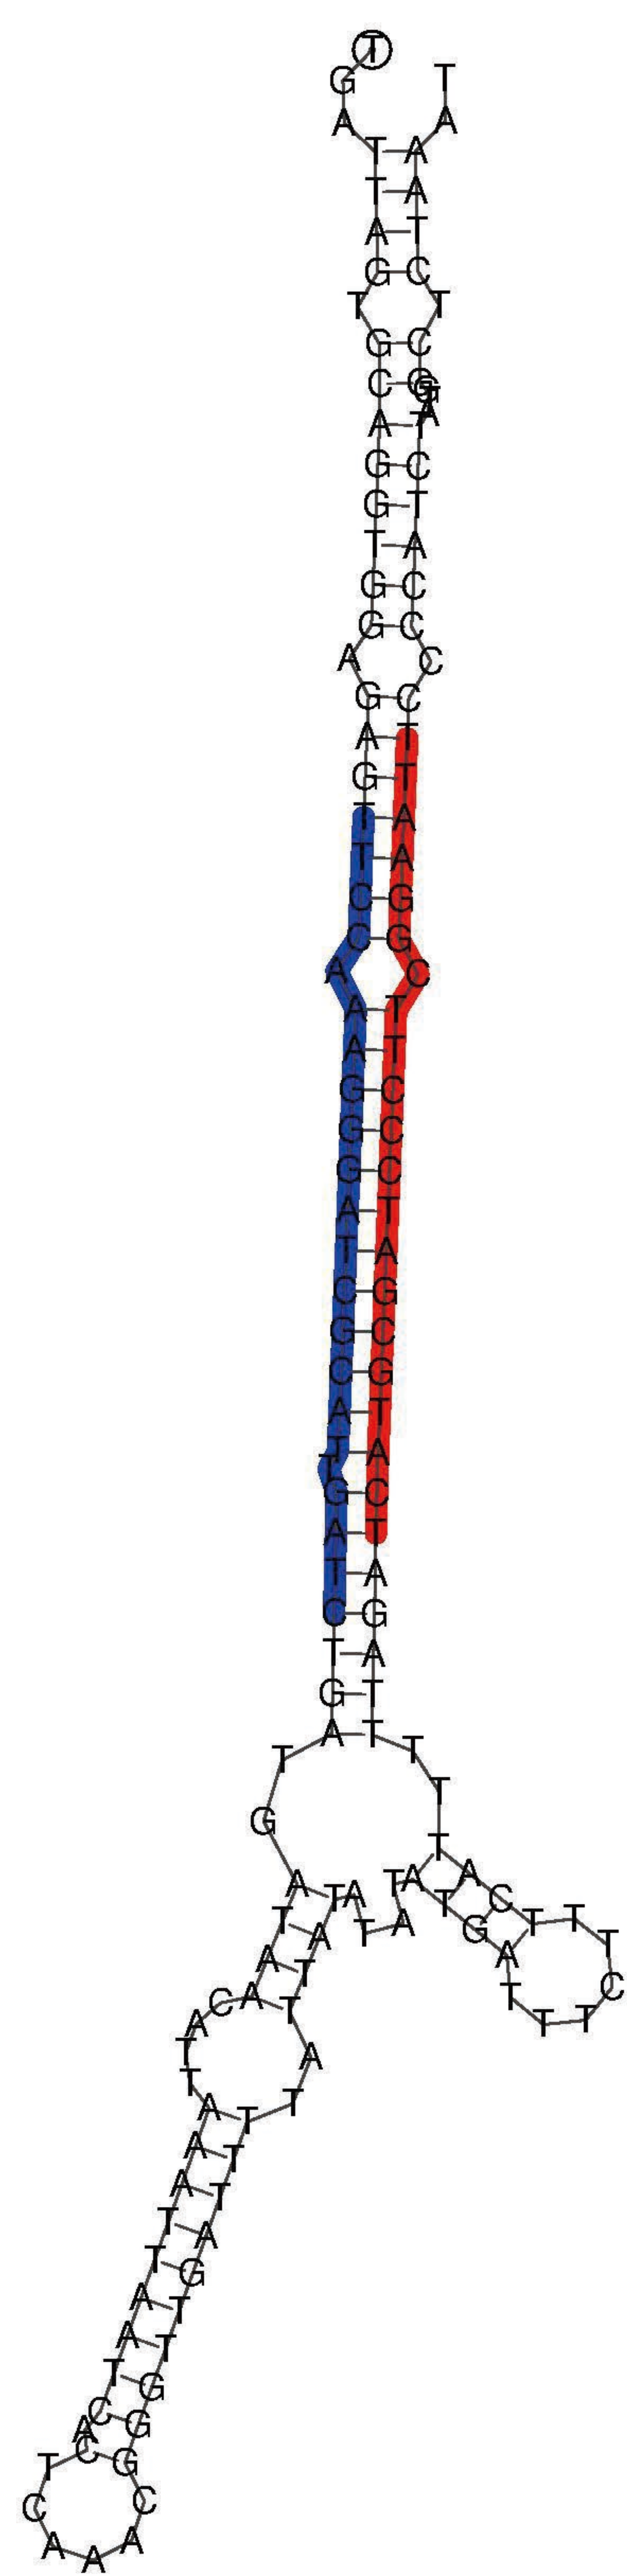

Secondary structure for csi-miR394

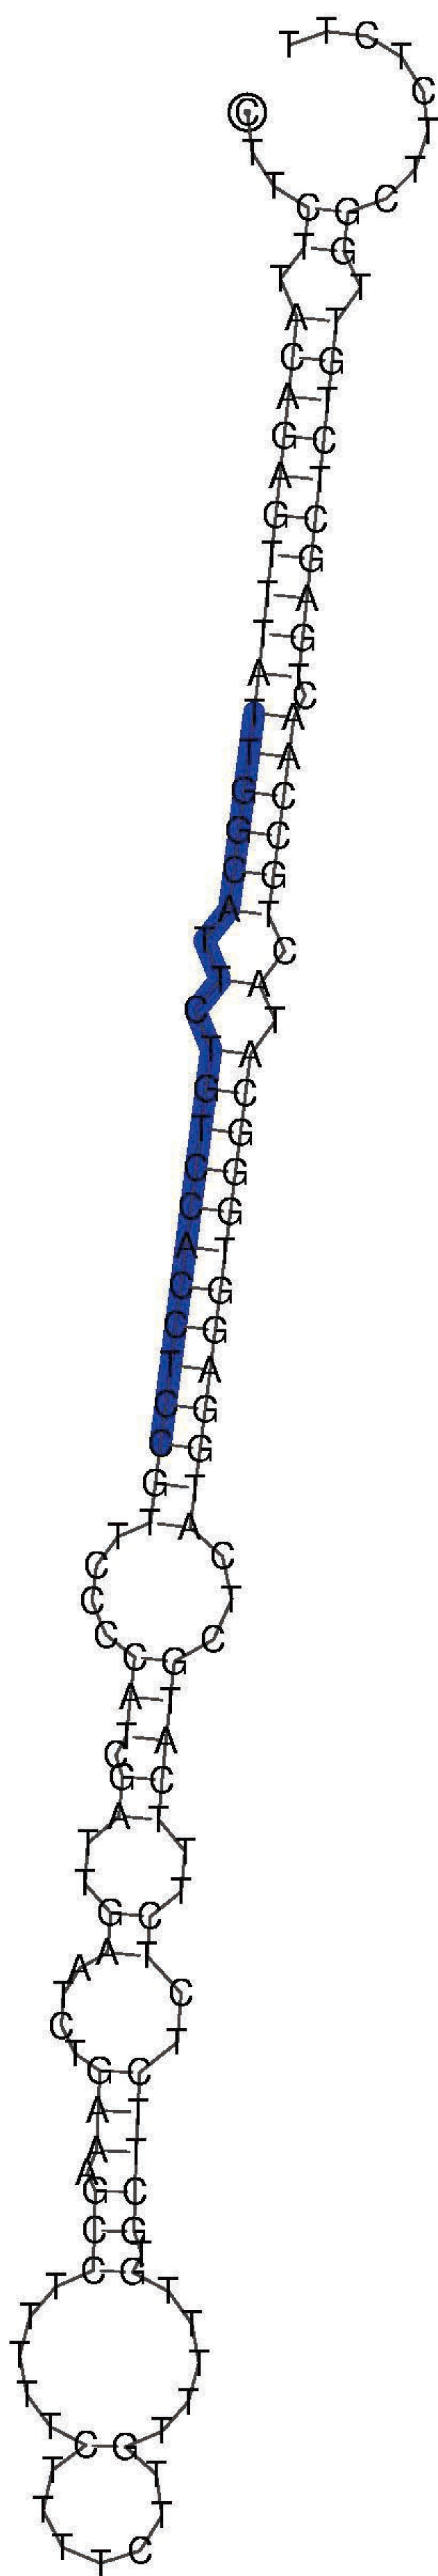

Secondary structure for csi-miR3946

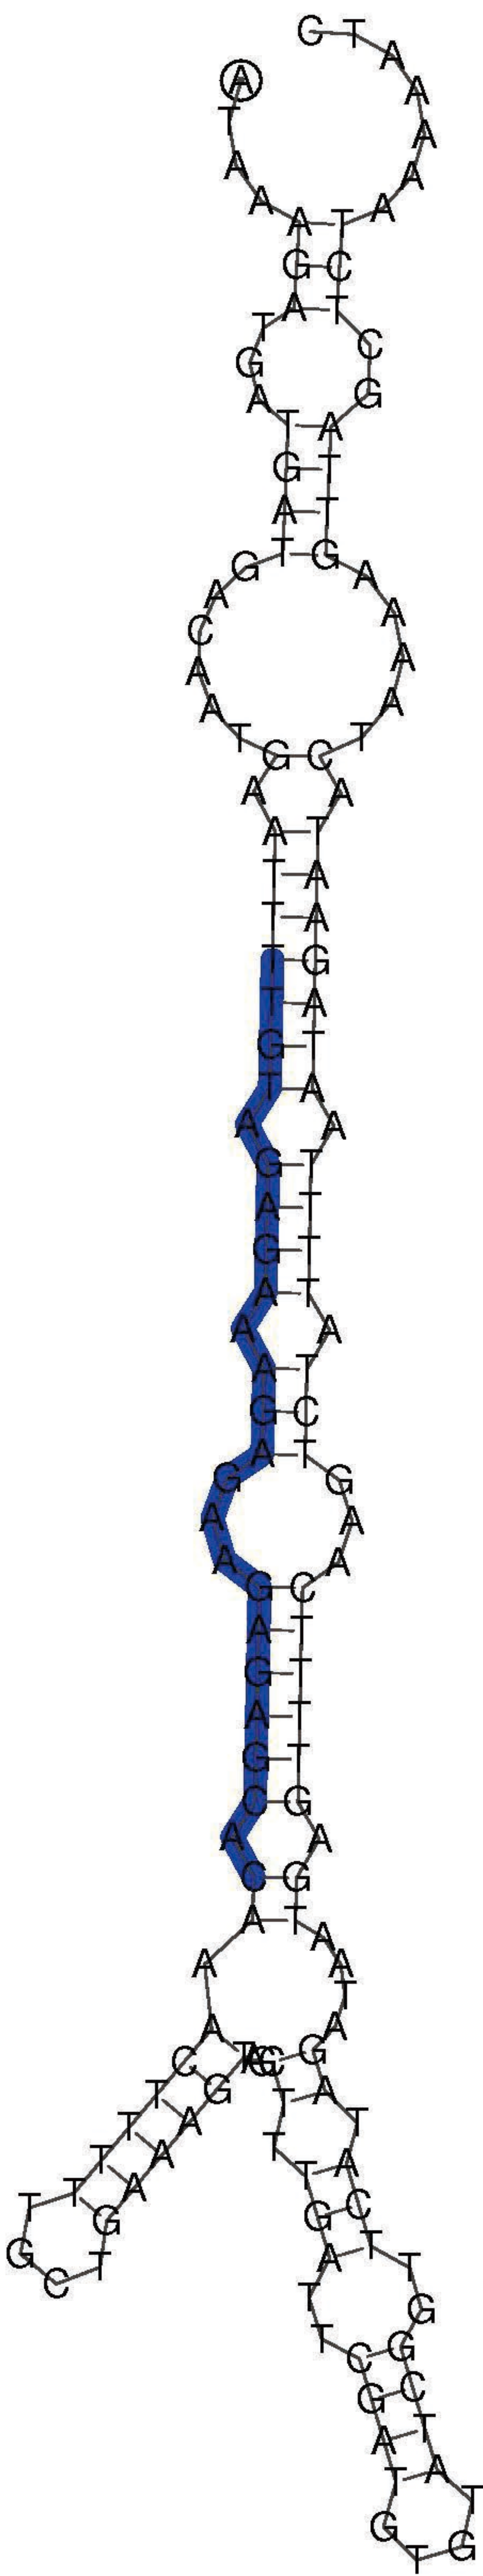

## Secondary structure for csi-miR3947

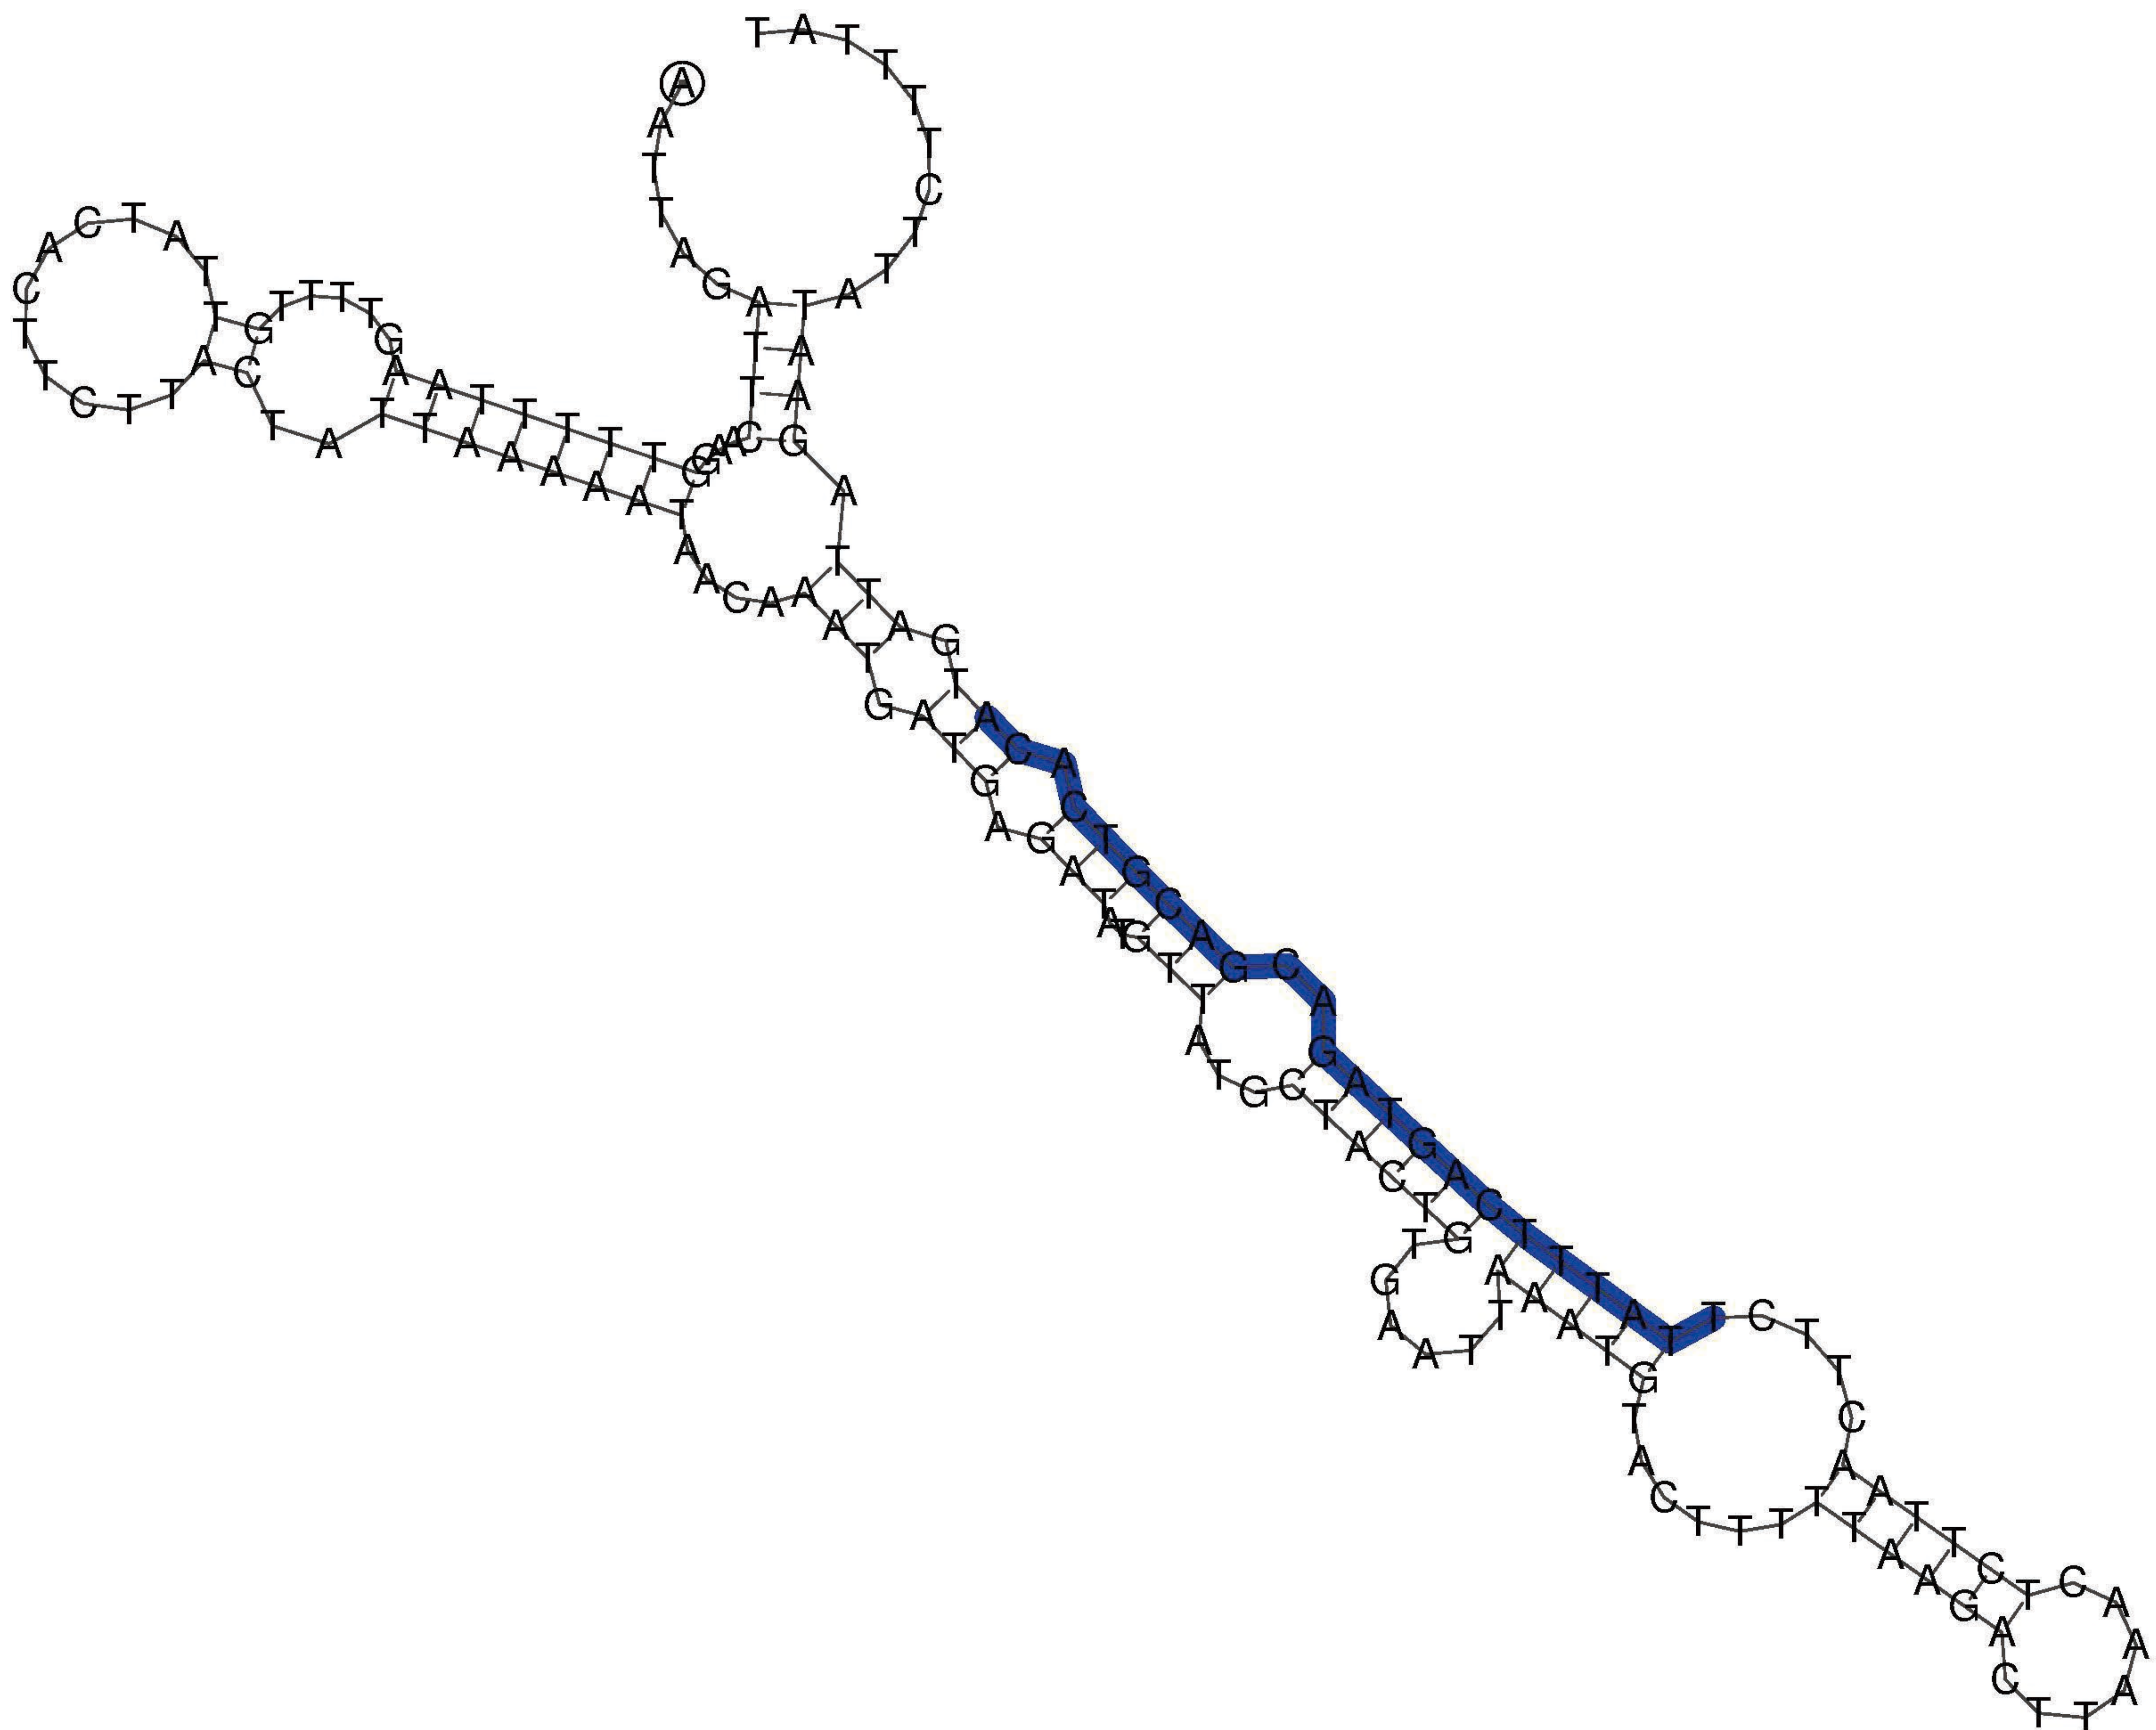

Secondary structure for csi-miR3948

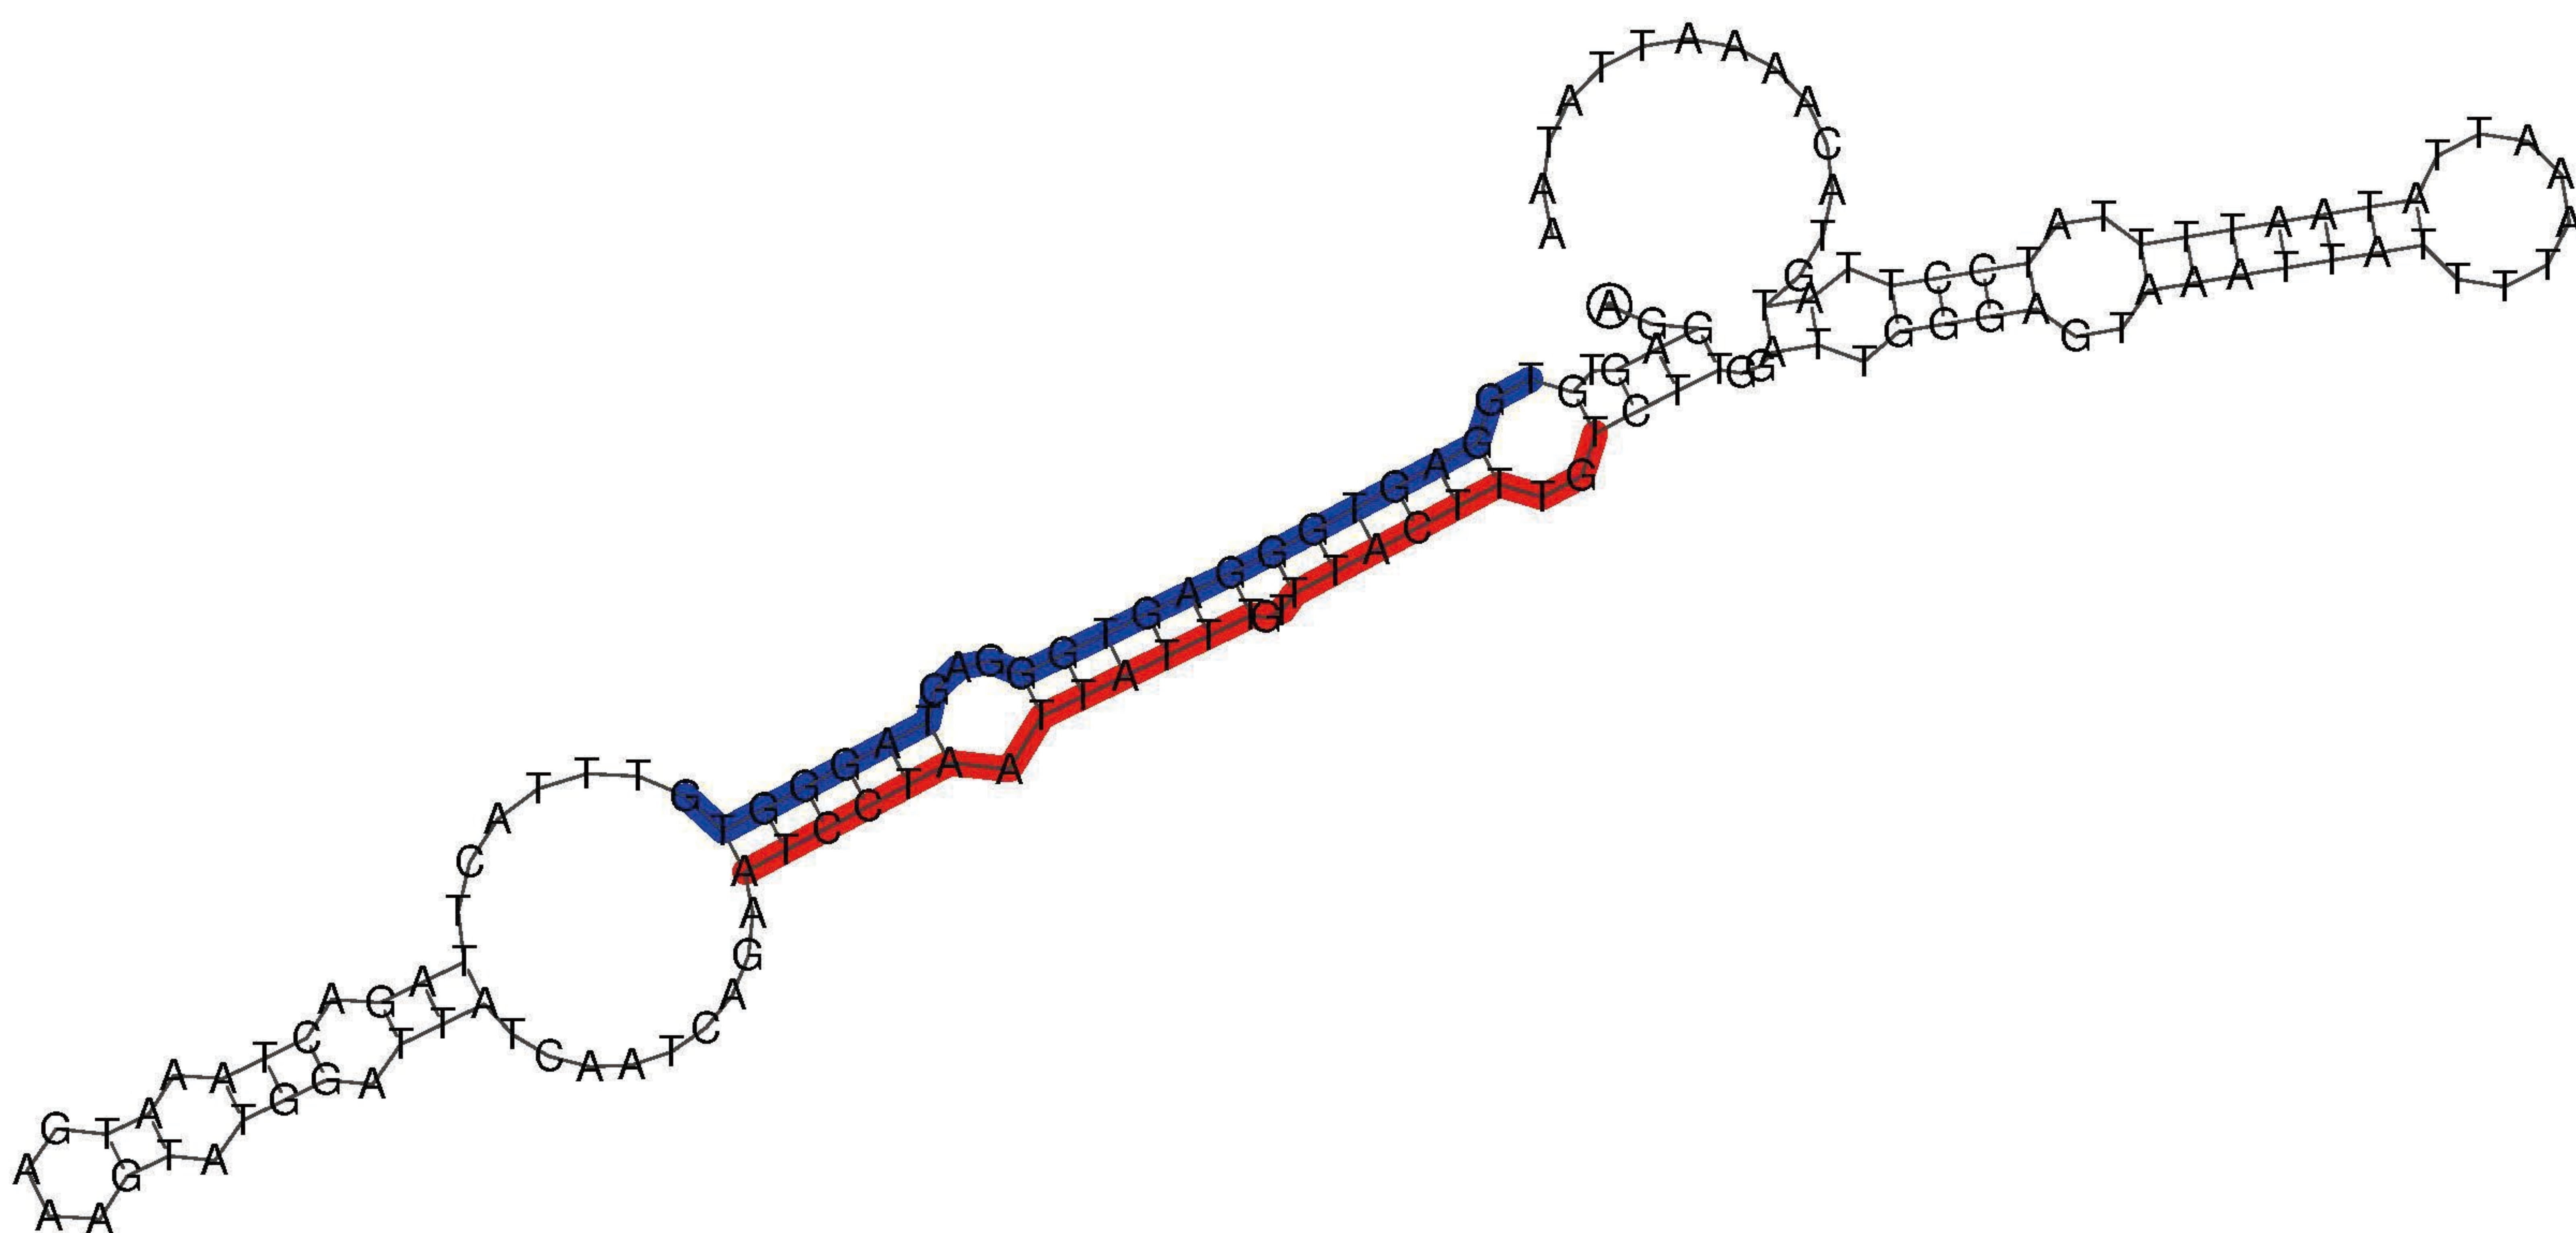

### Secondary structure for csi-miR395

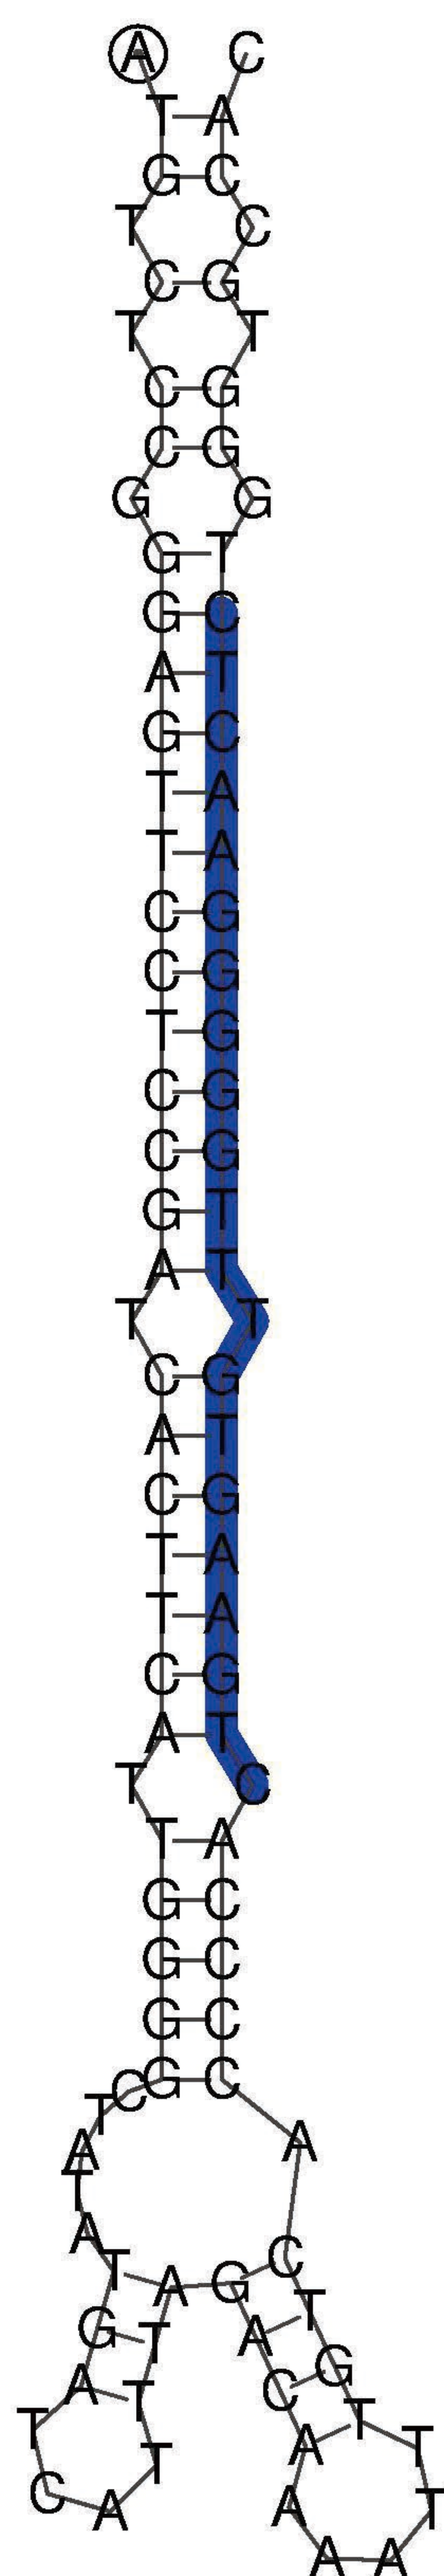

Secondary structure for csi-miR3950

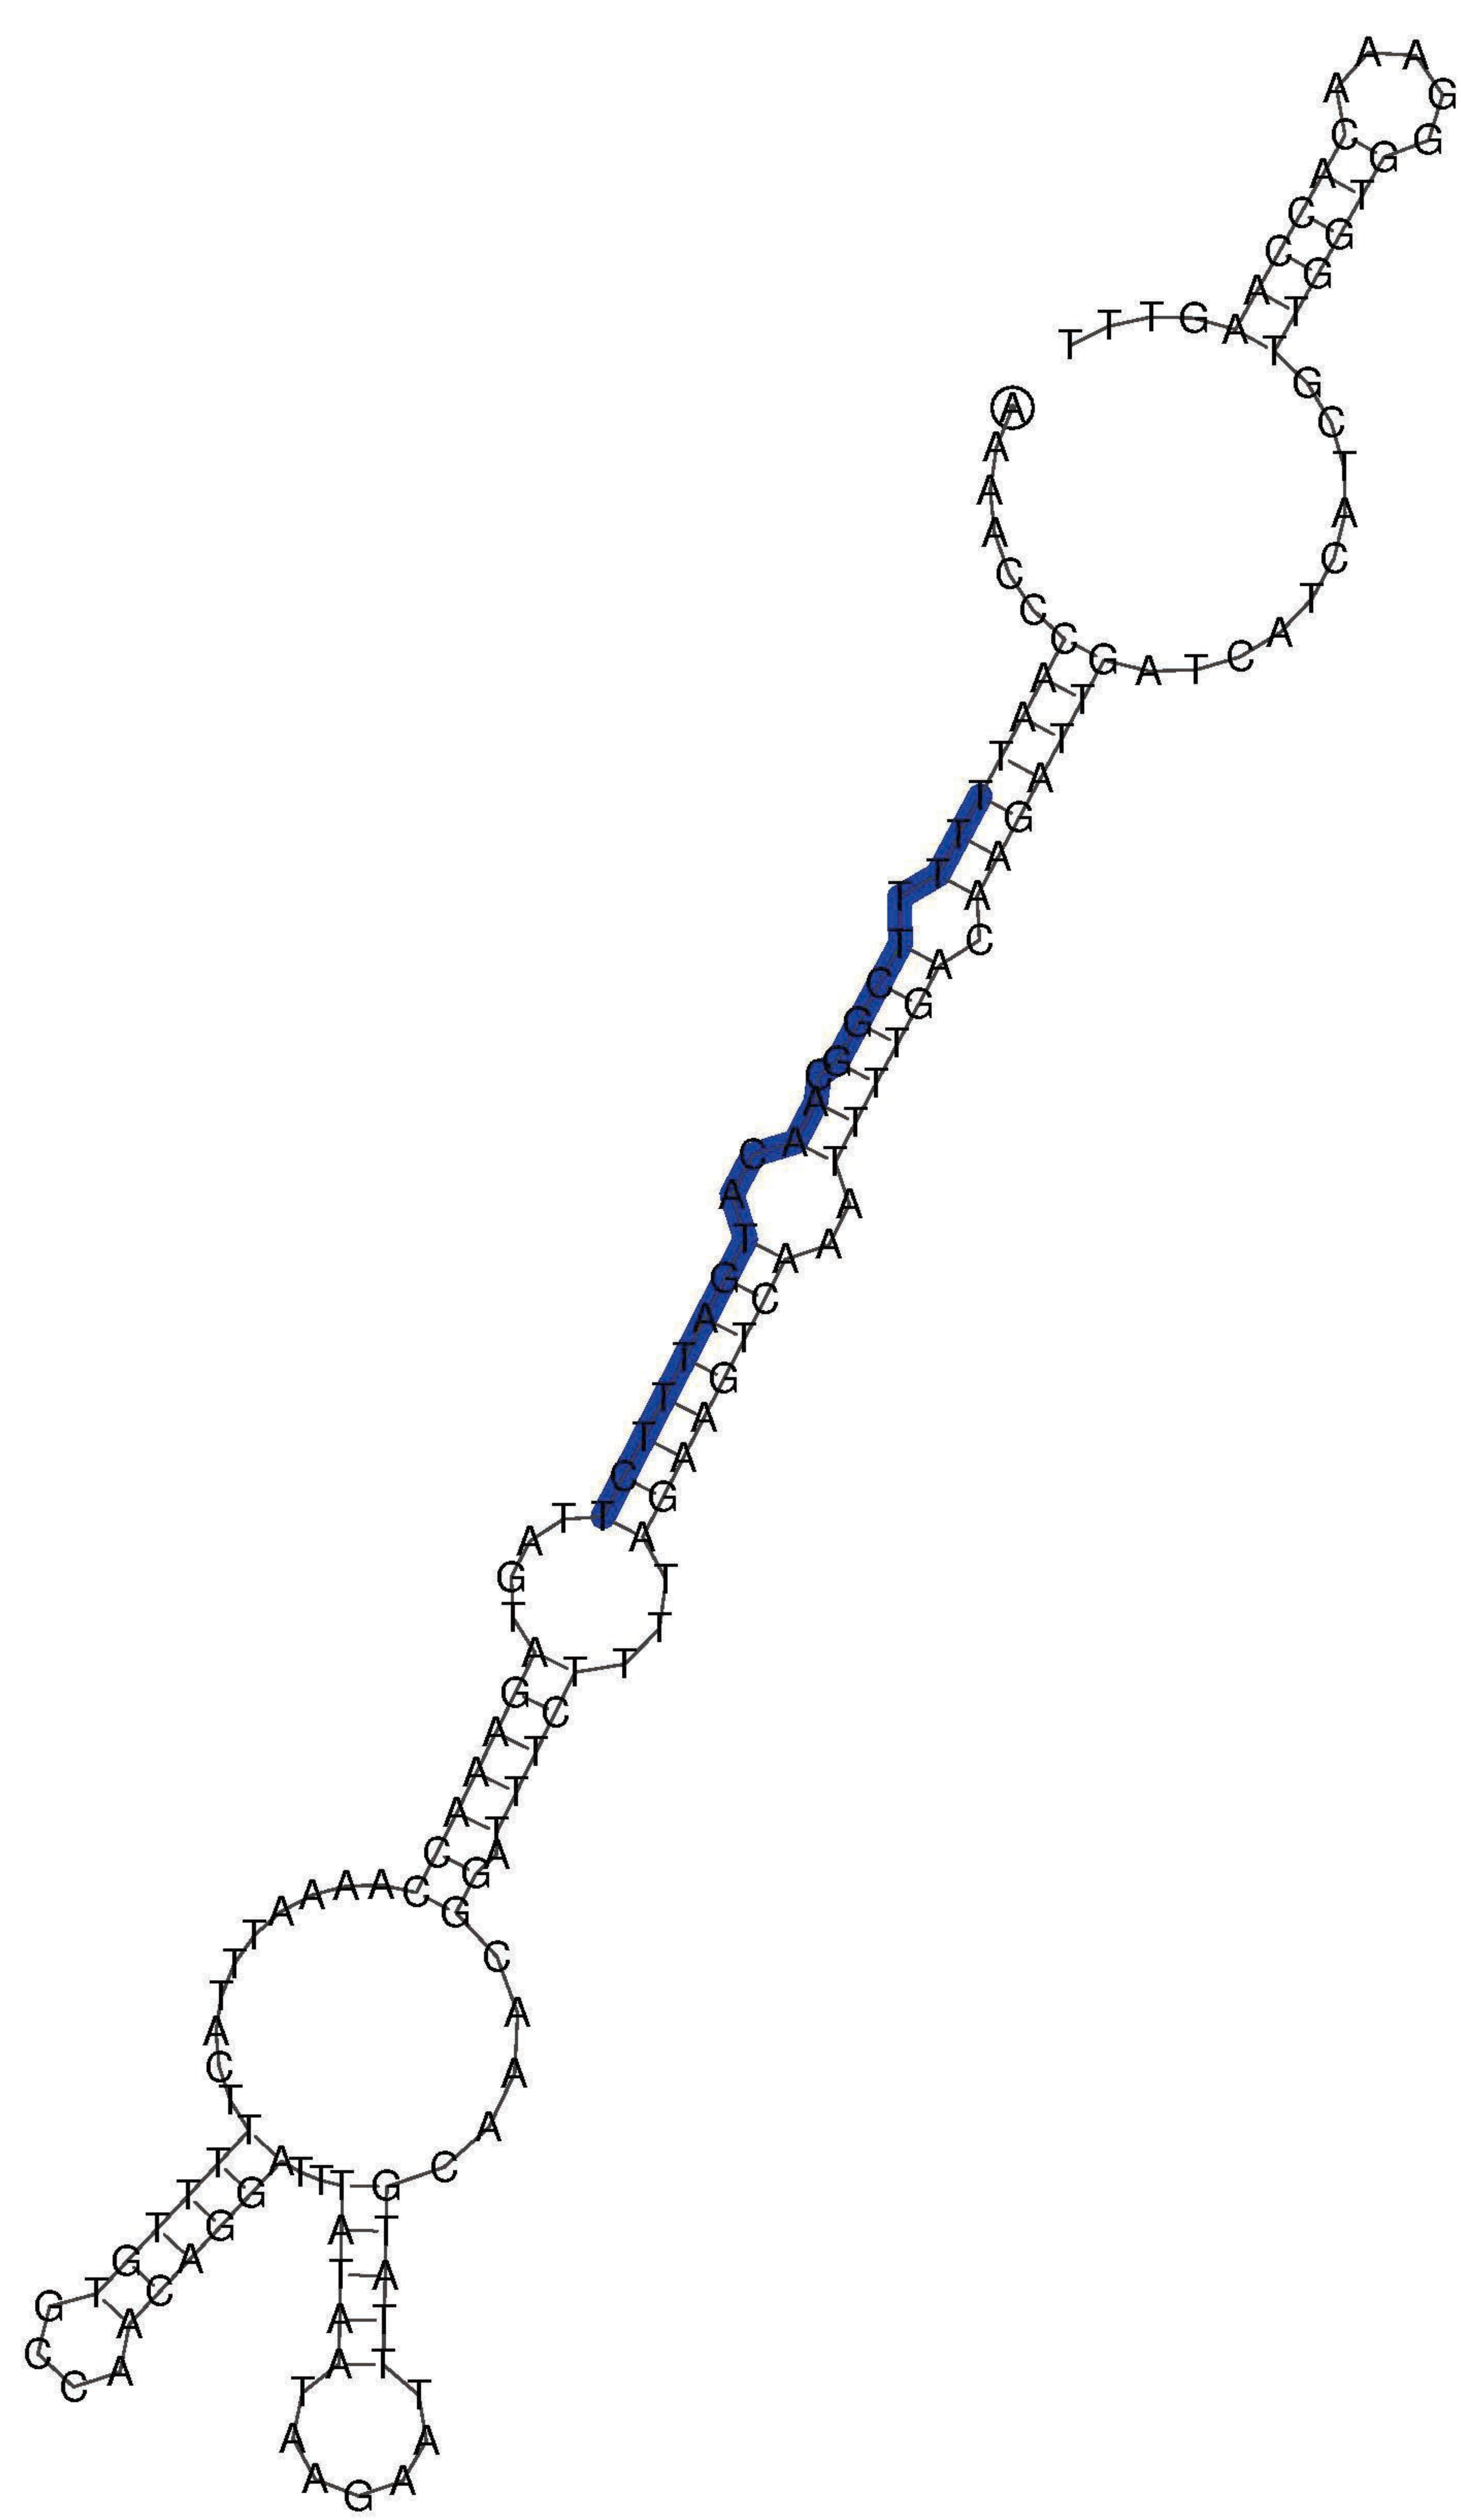

Secondary structure for csi-miR3951

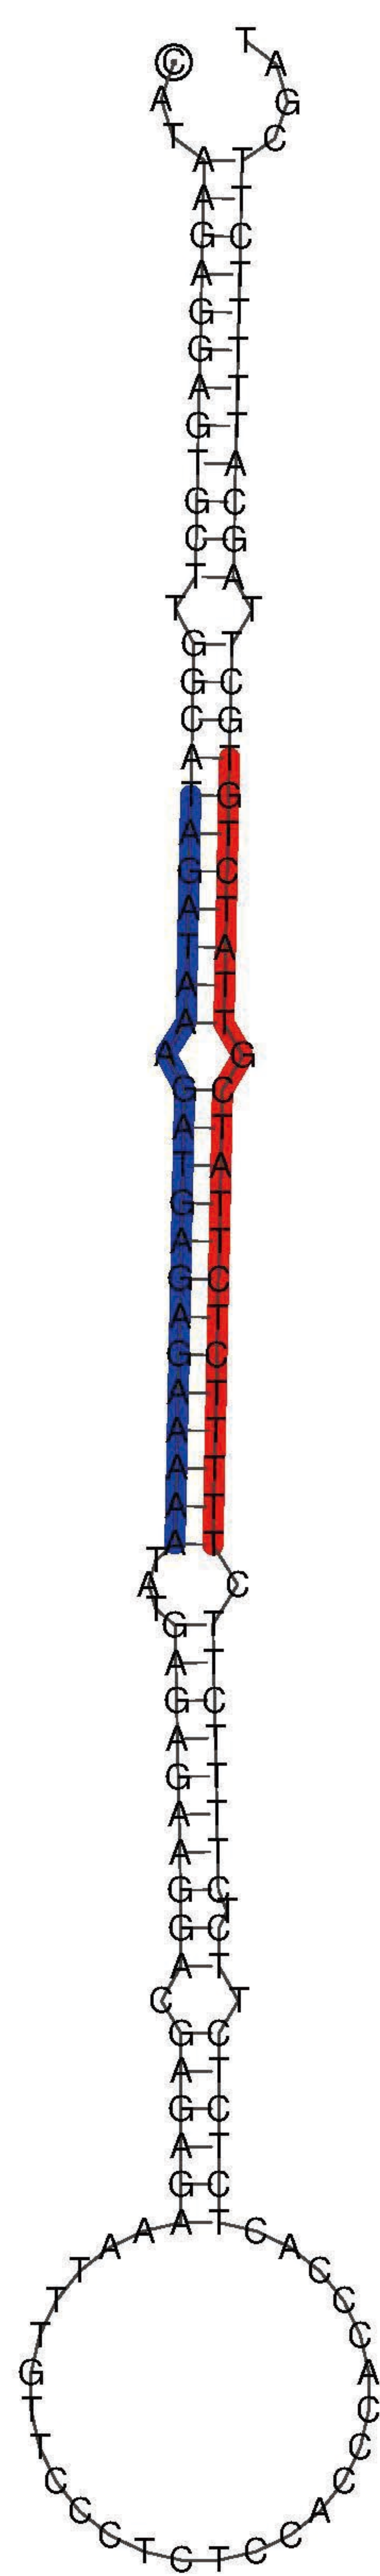

### Secondary structure for csi-miR3952

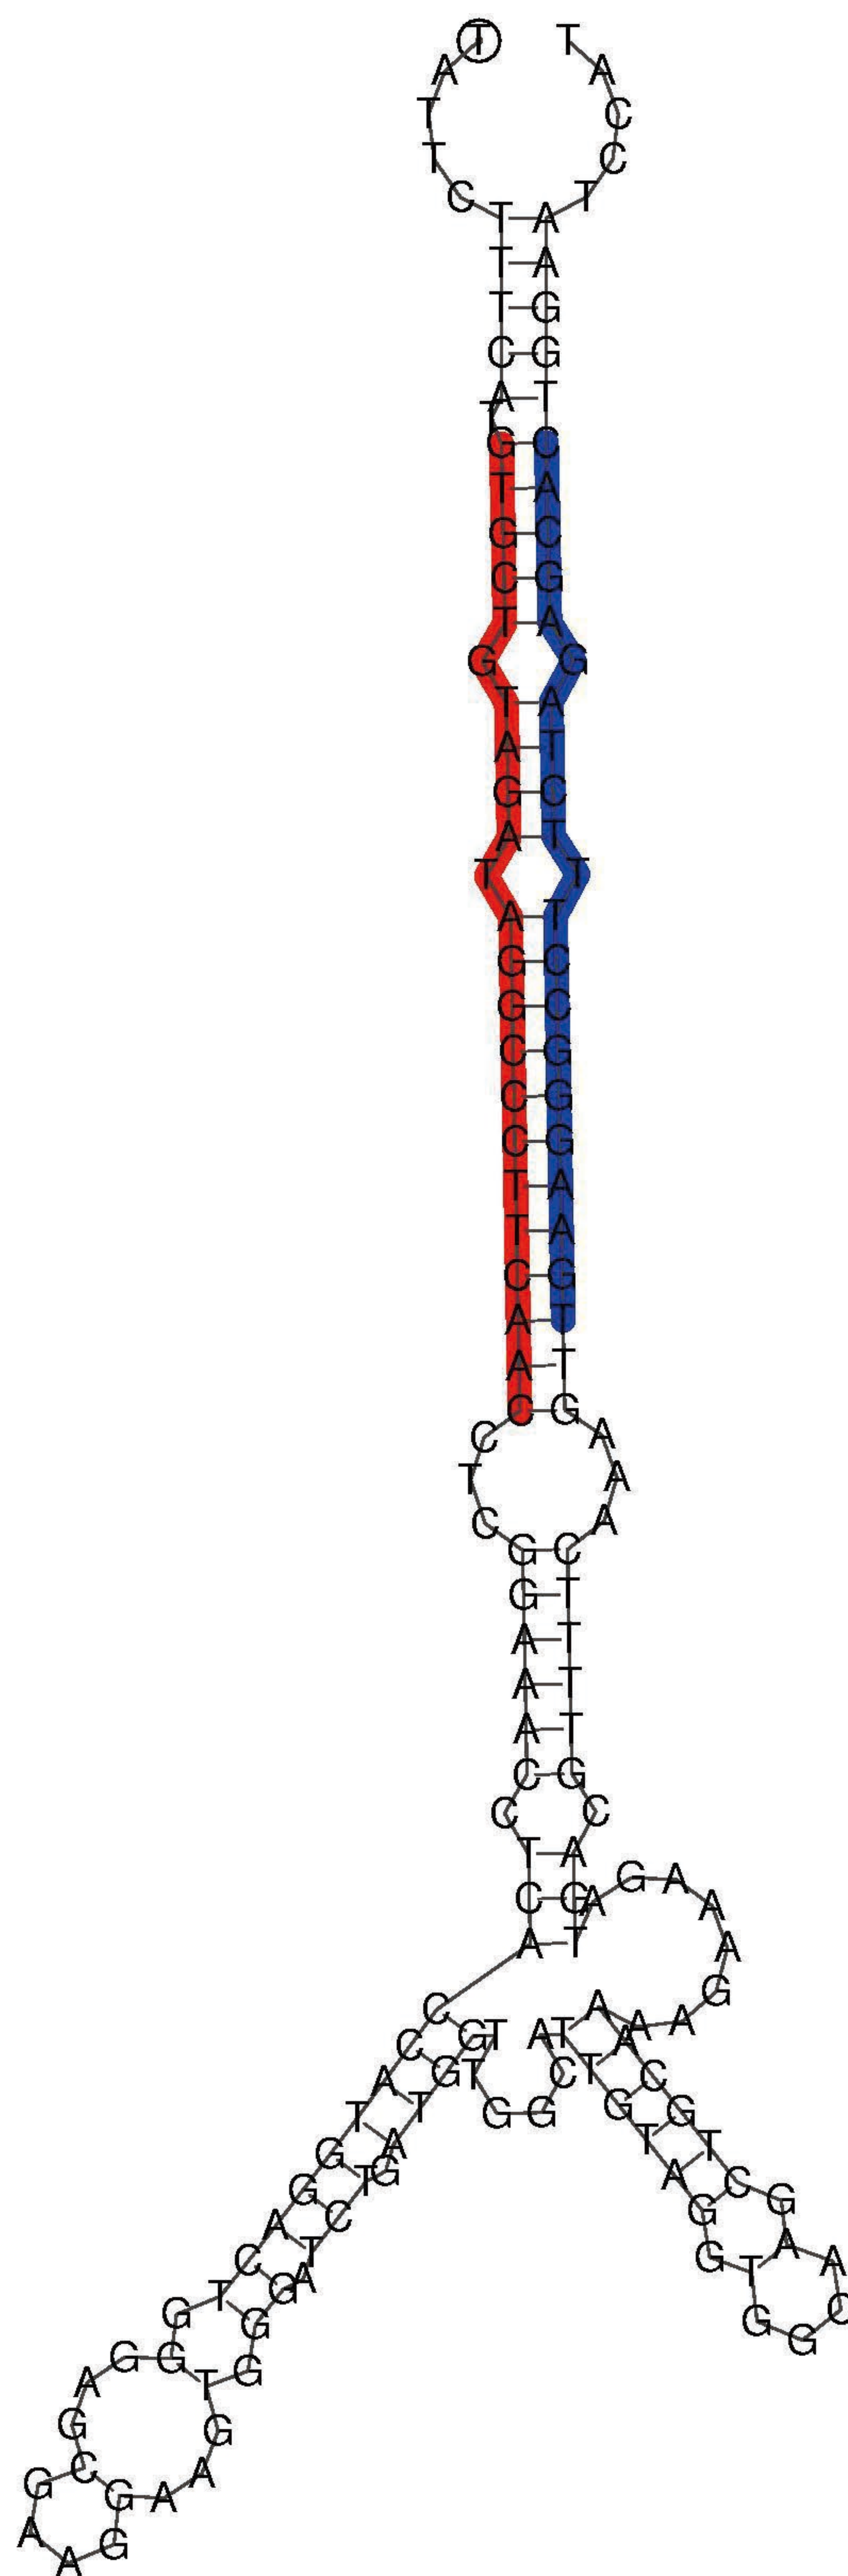

## Secondary structure for csi-miR3953

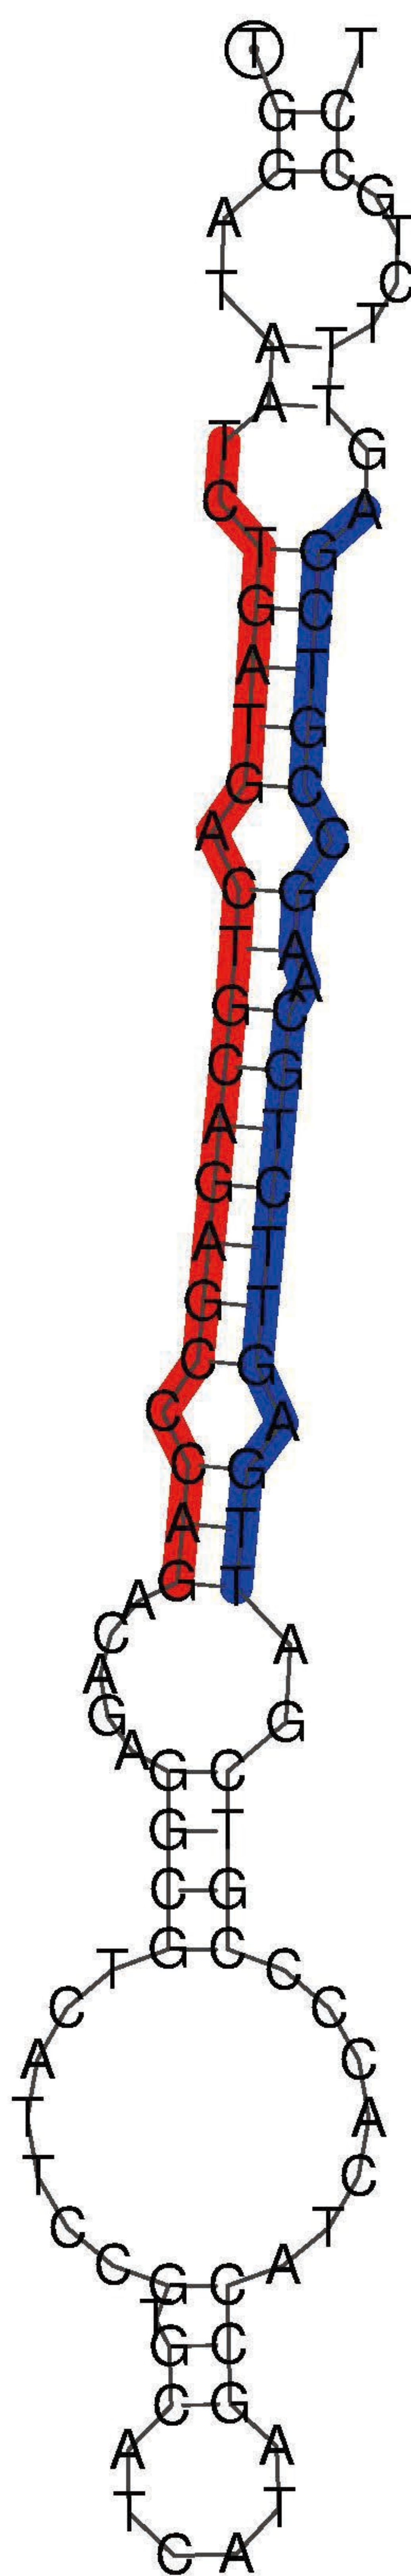

## Secondary structure for csi-miR3954

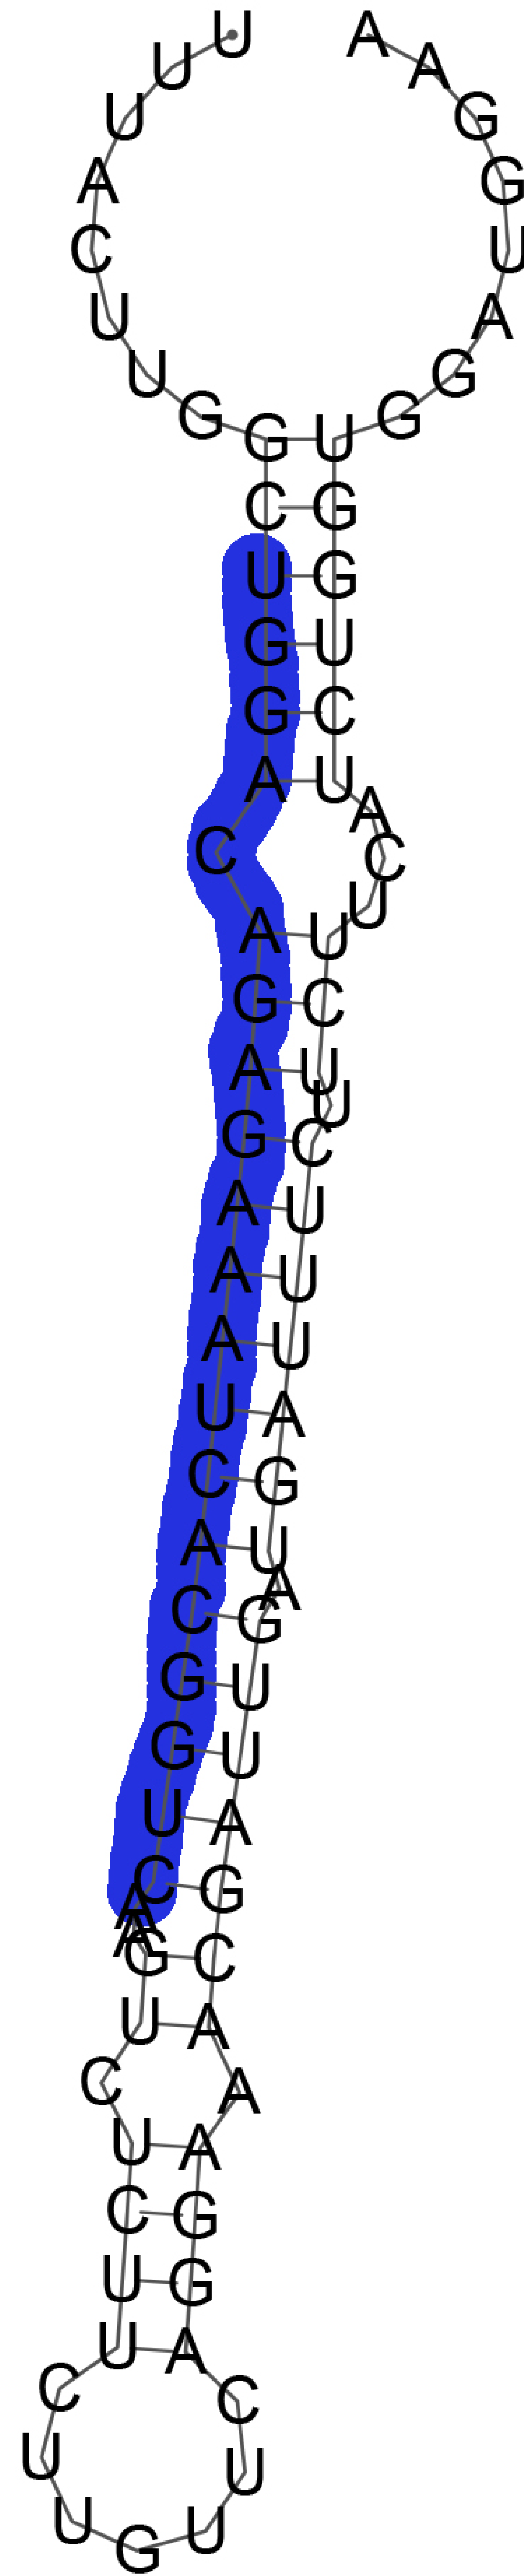

### Secondary structure for csi-miR396b

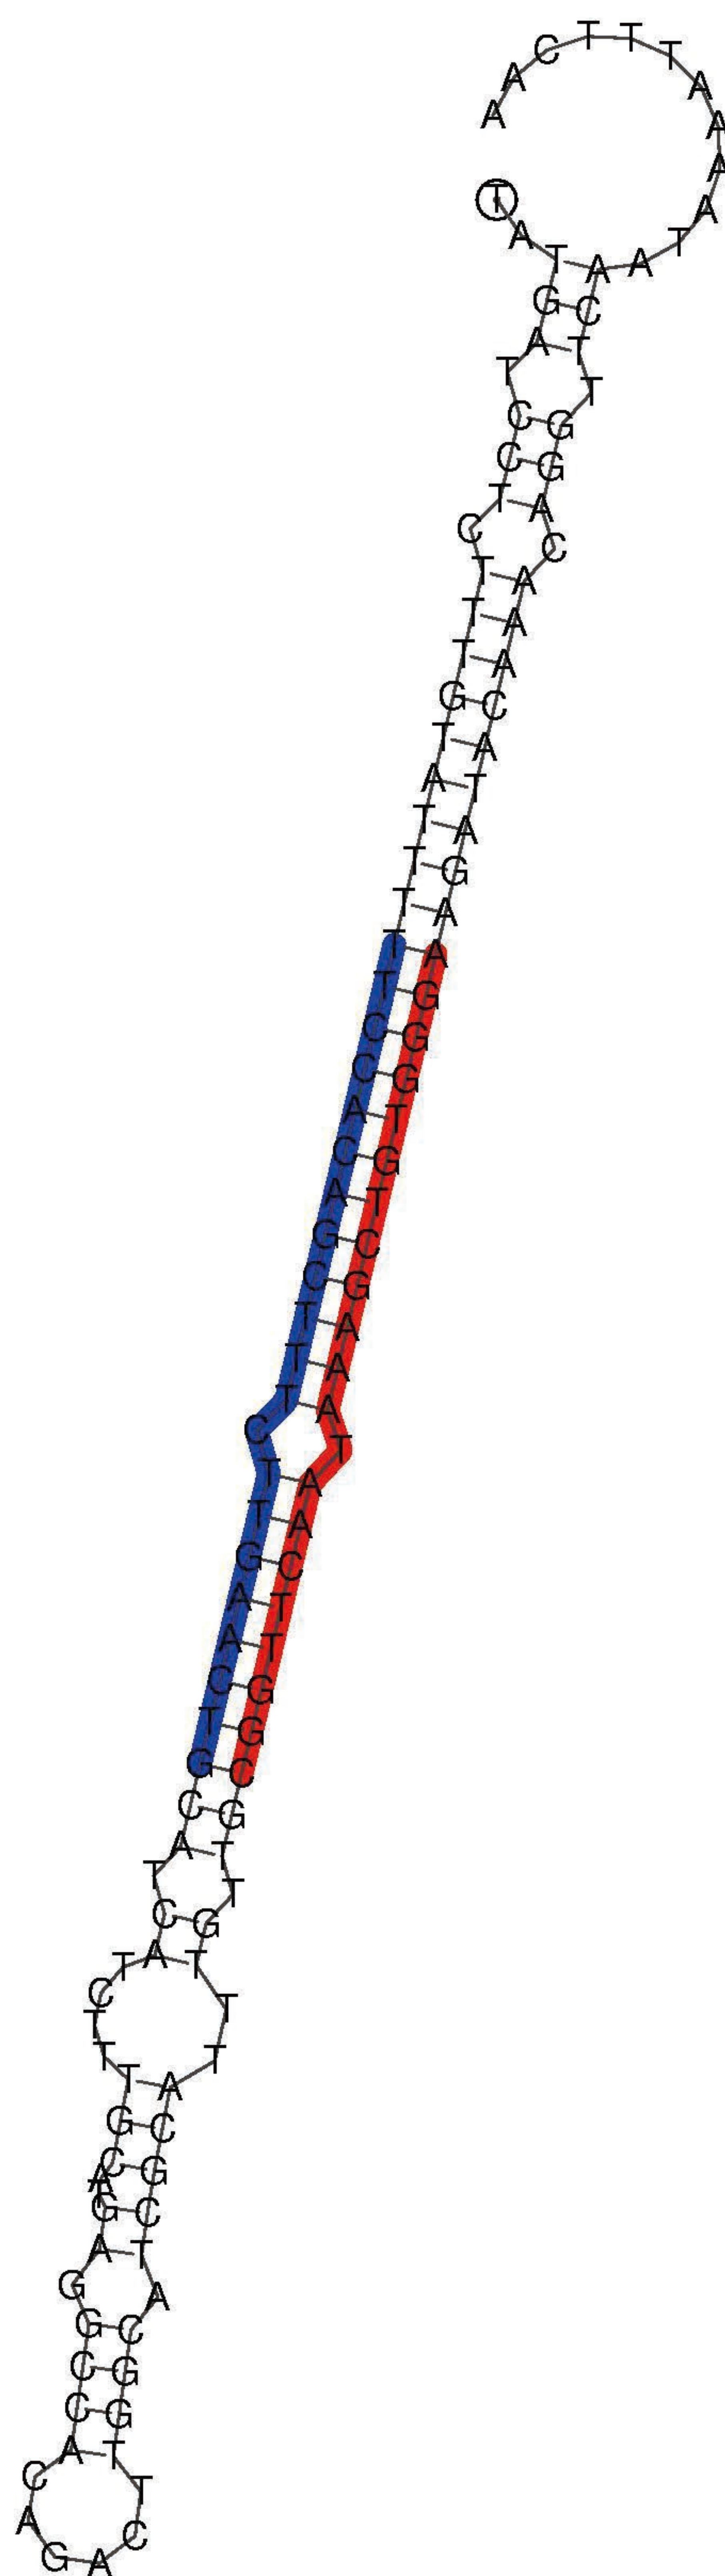

### Secondary structure for csi-miR396b-3p

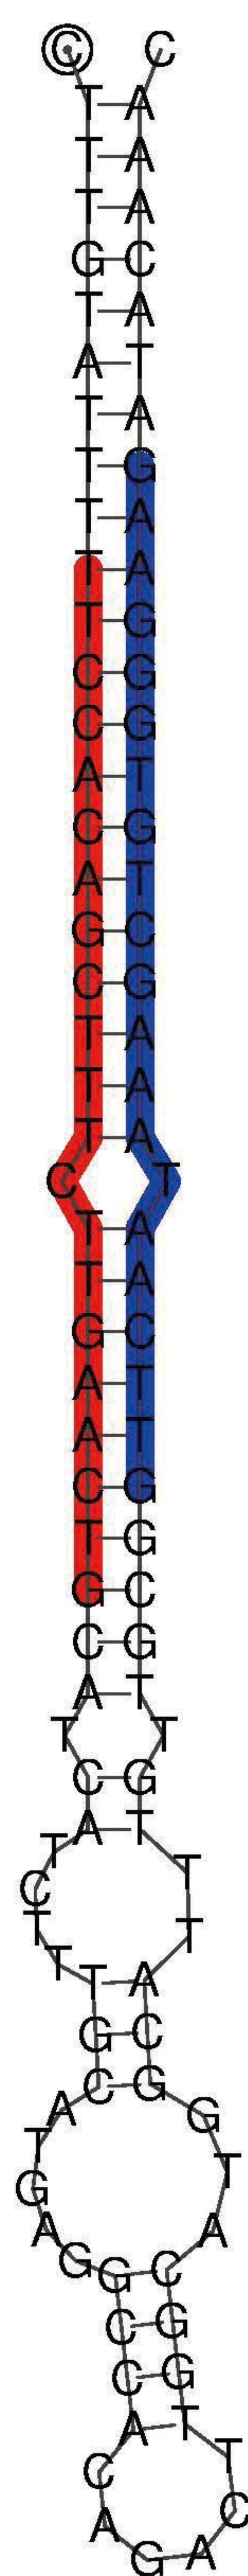

Secondary structure for csi-miR396c

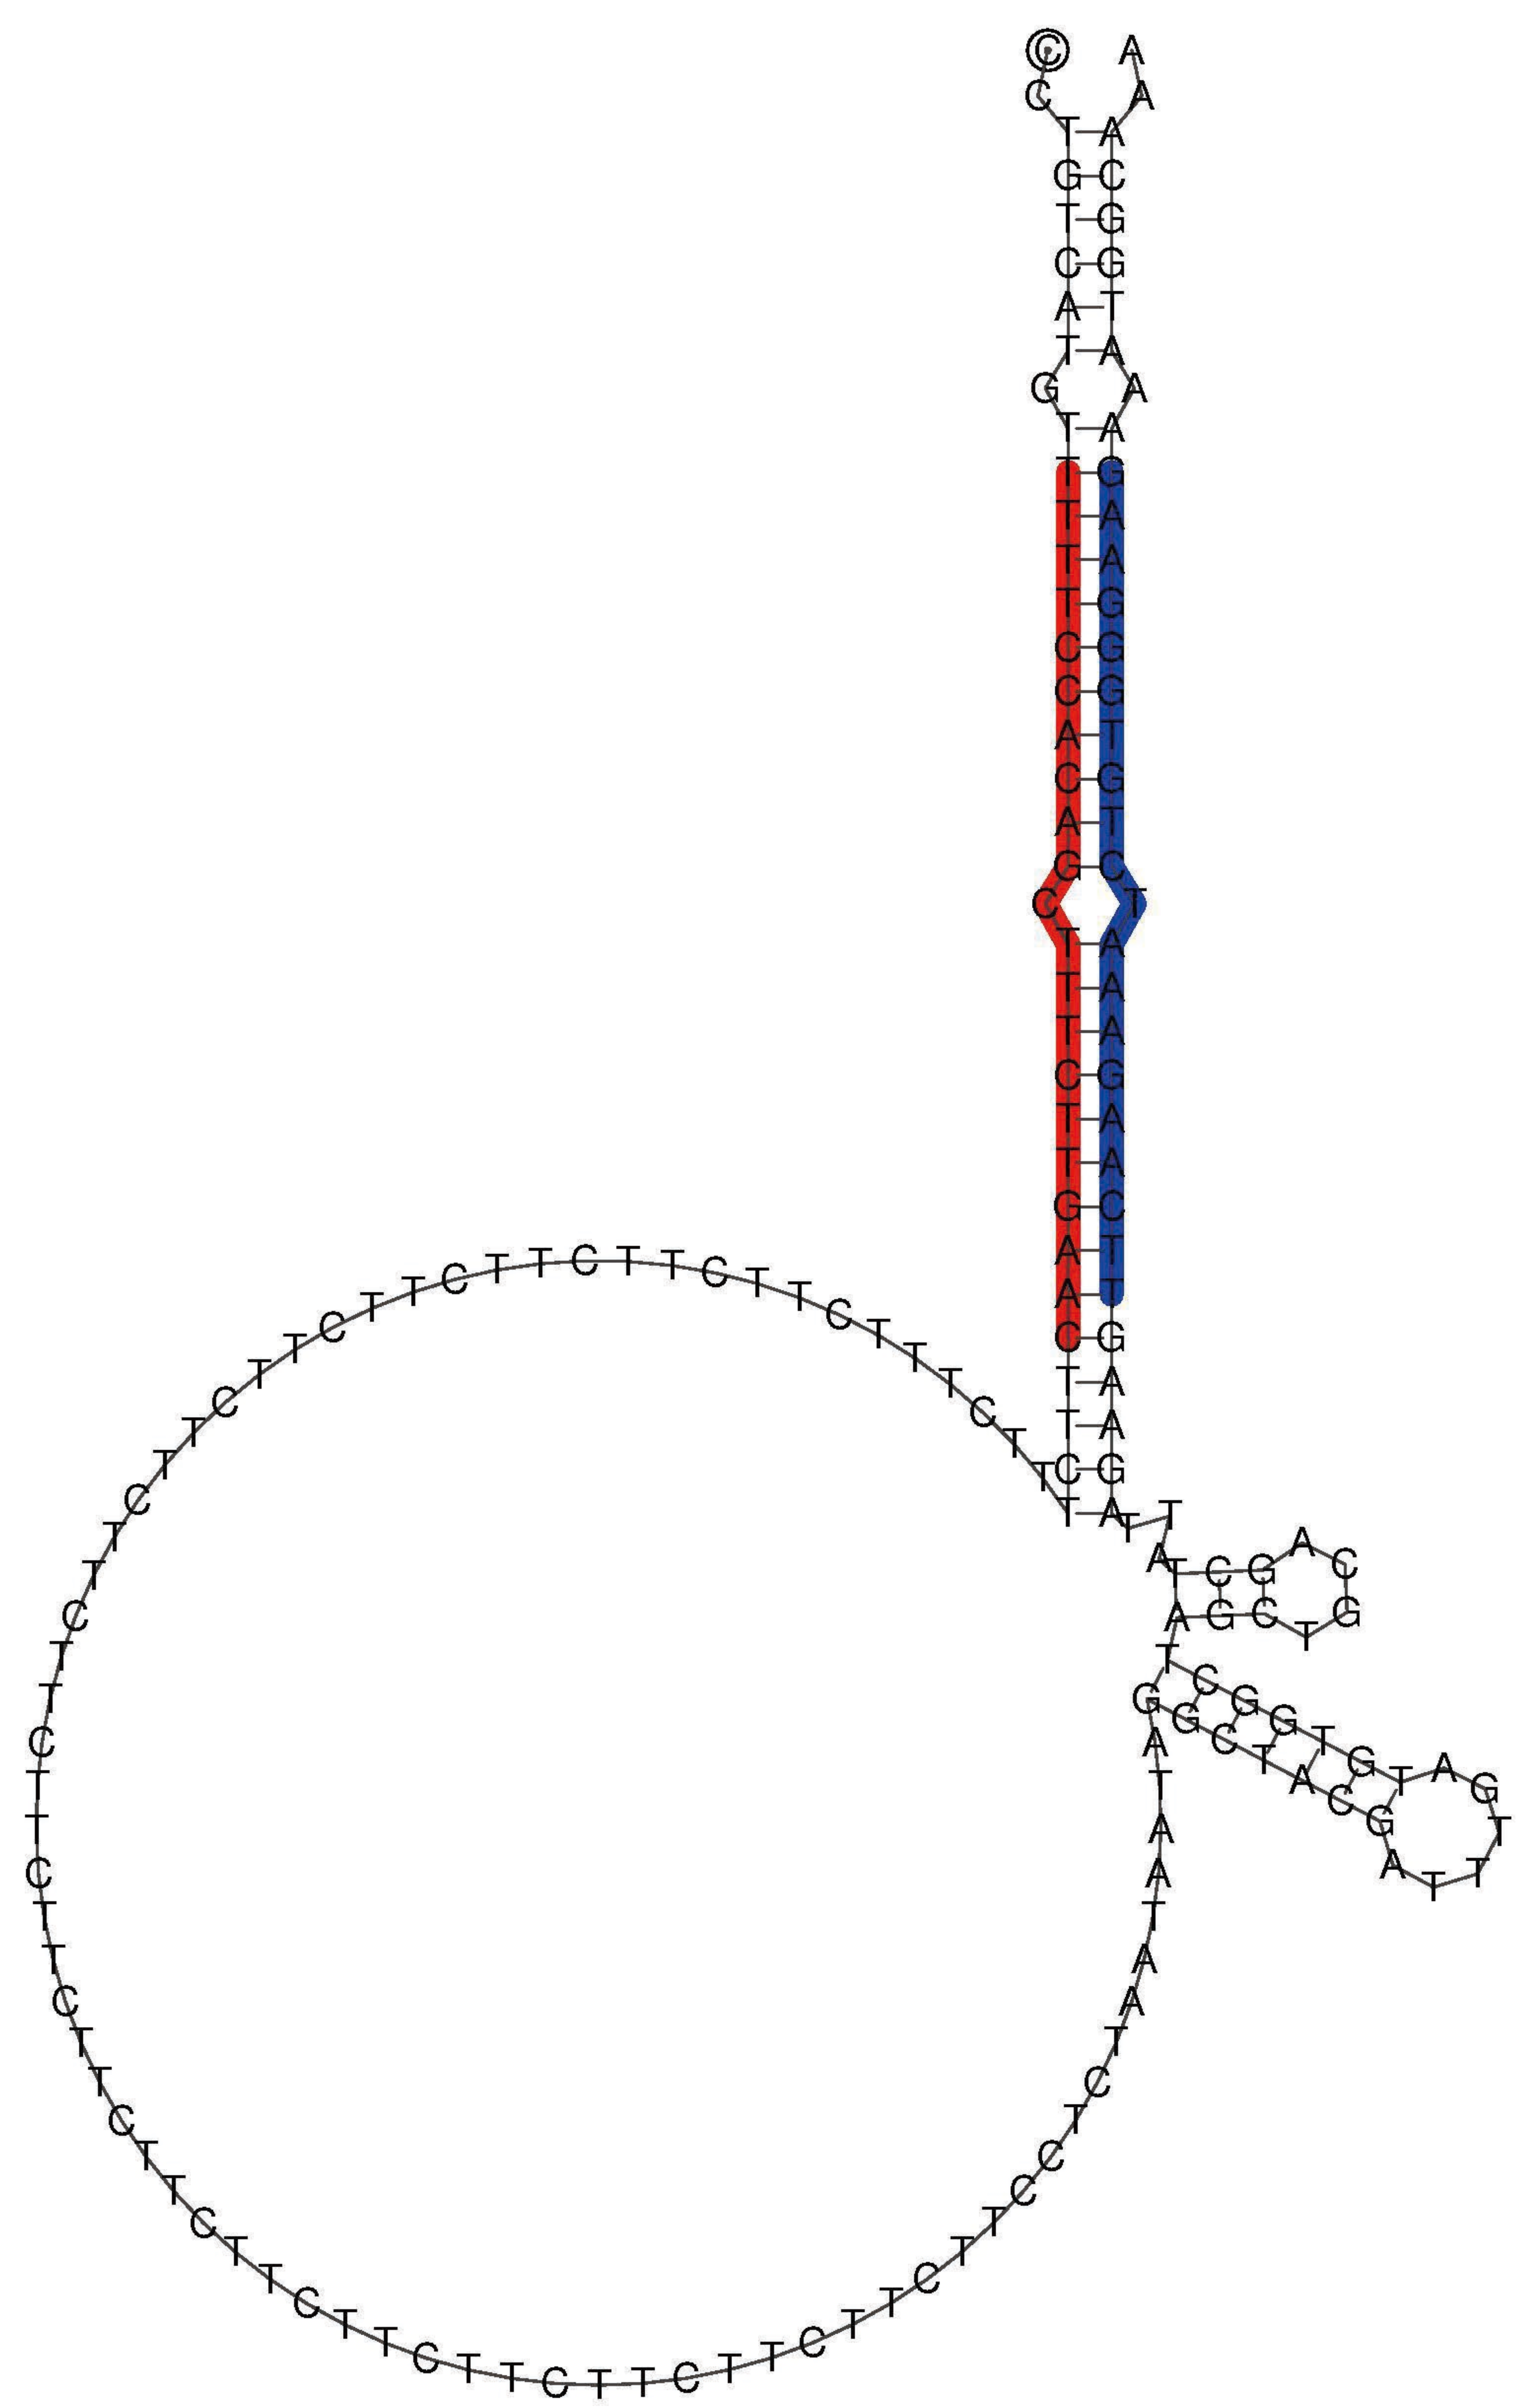

Secondary structure for csi-miR396g-5p

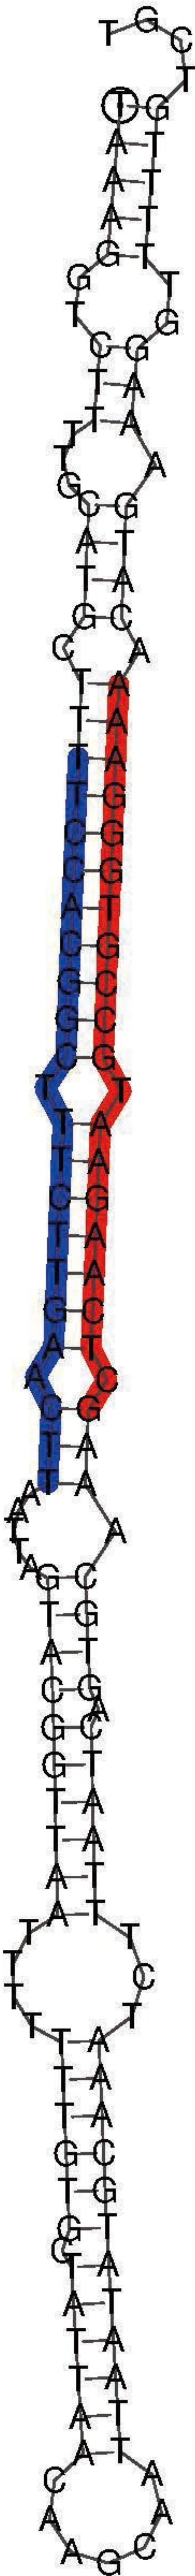

Secondary structure for csi-miR397

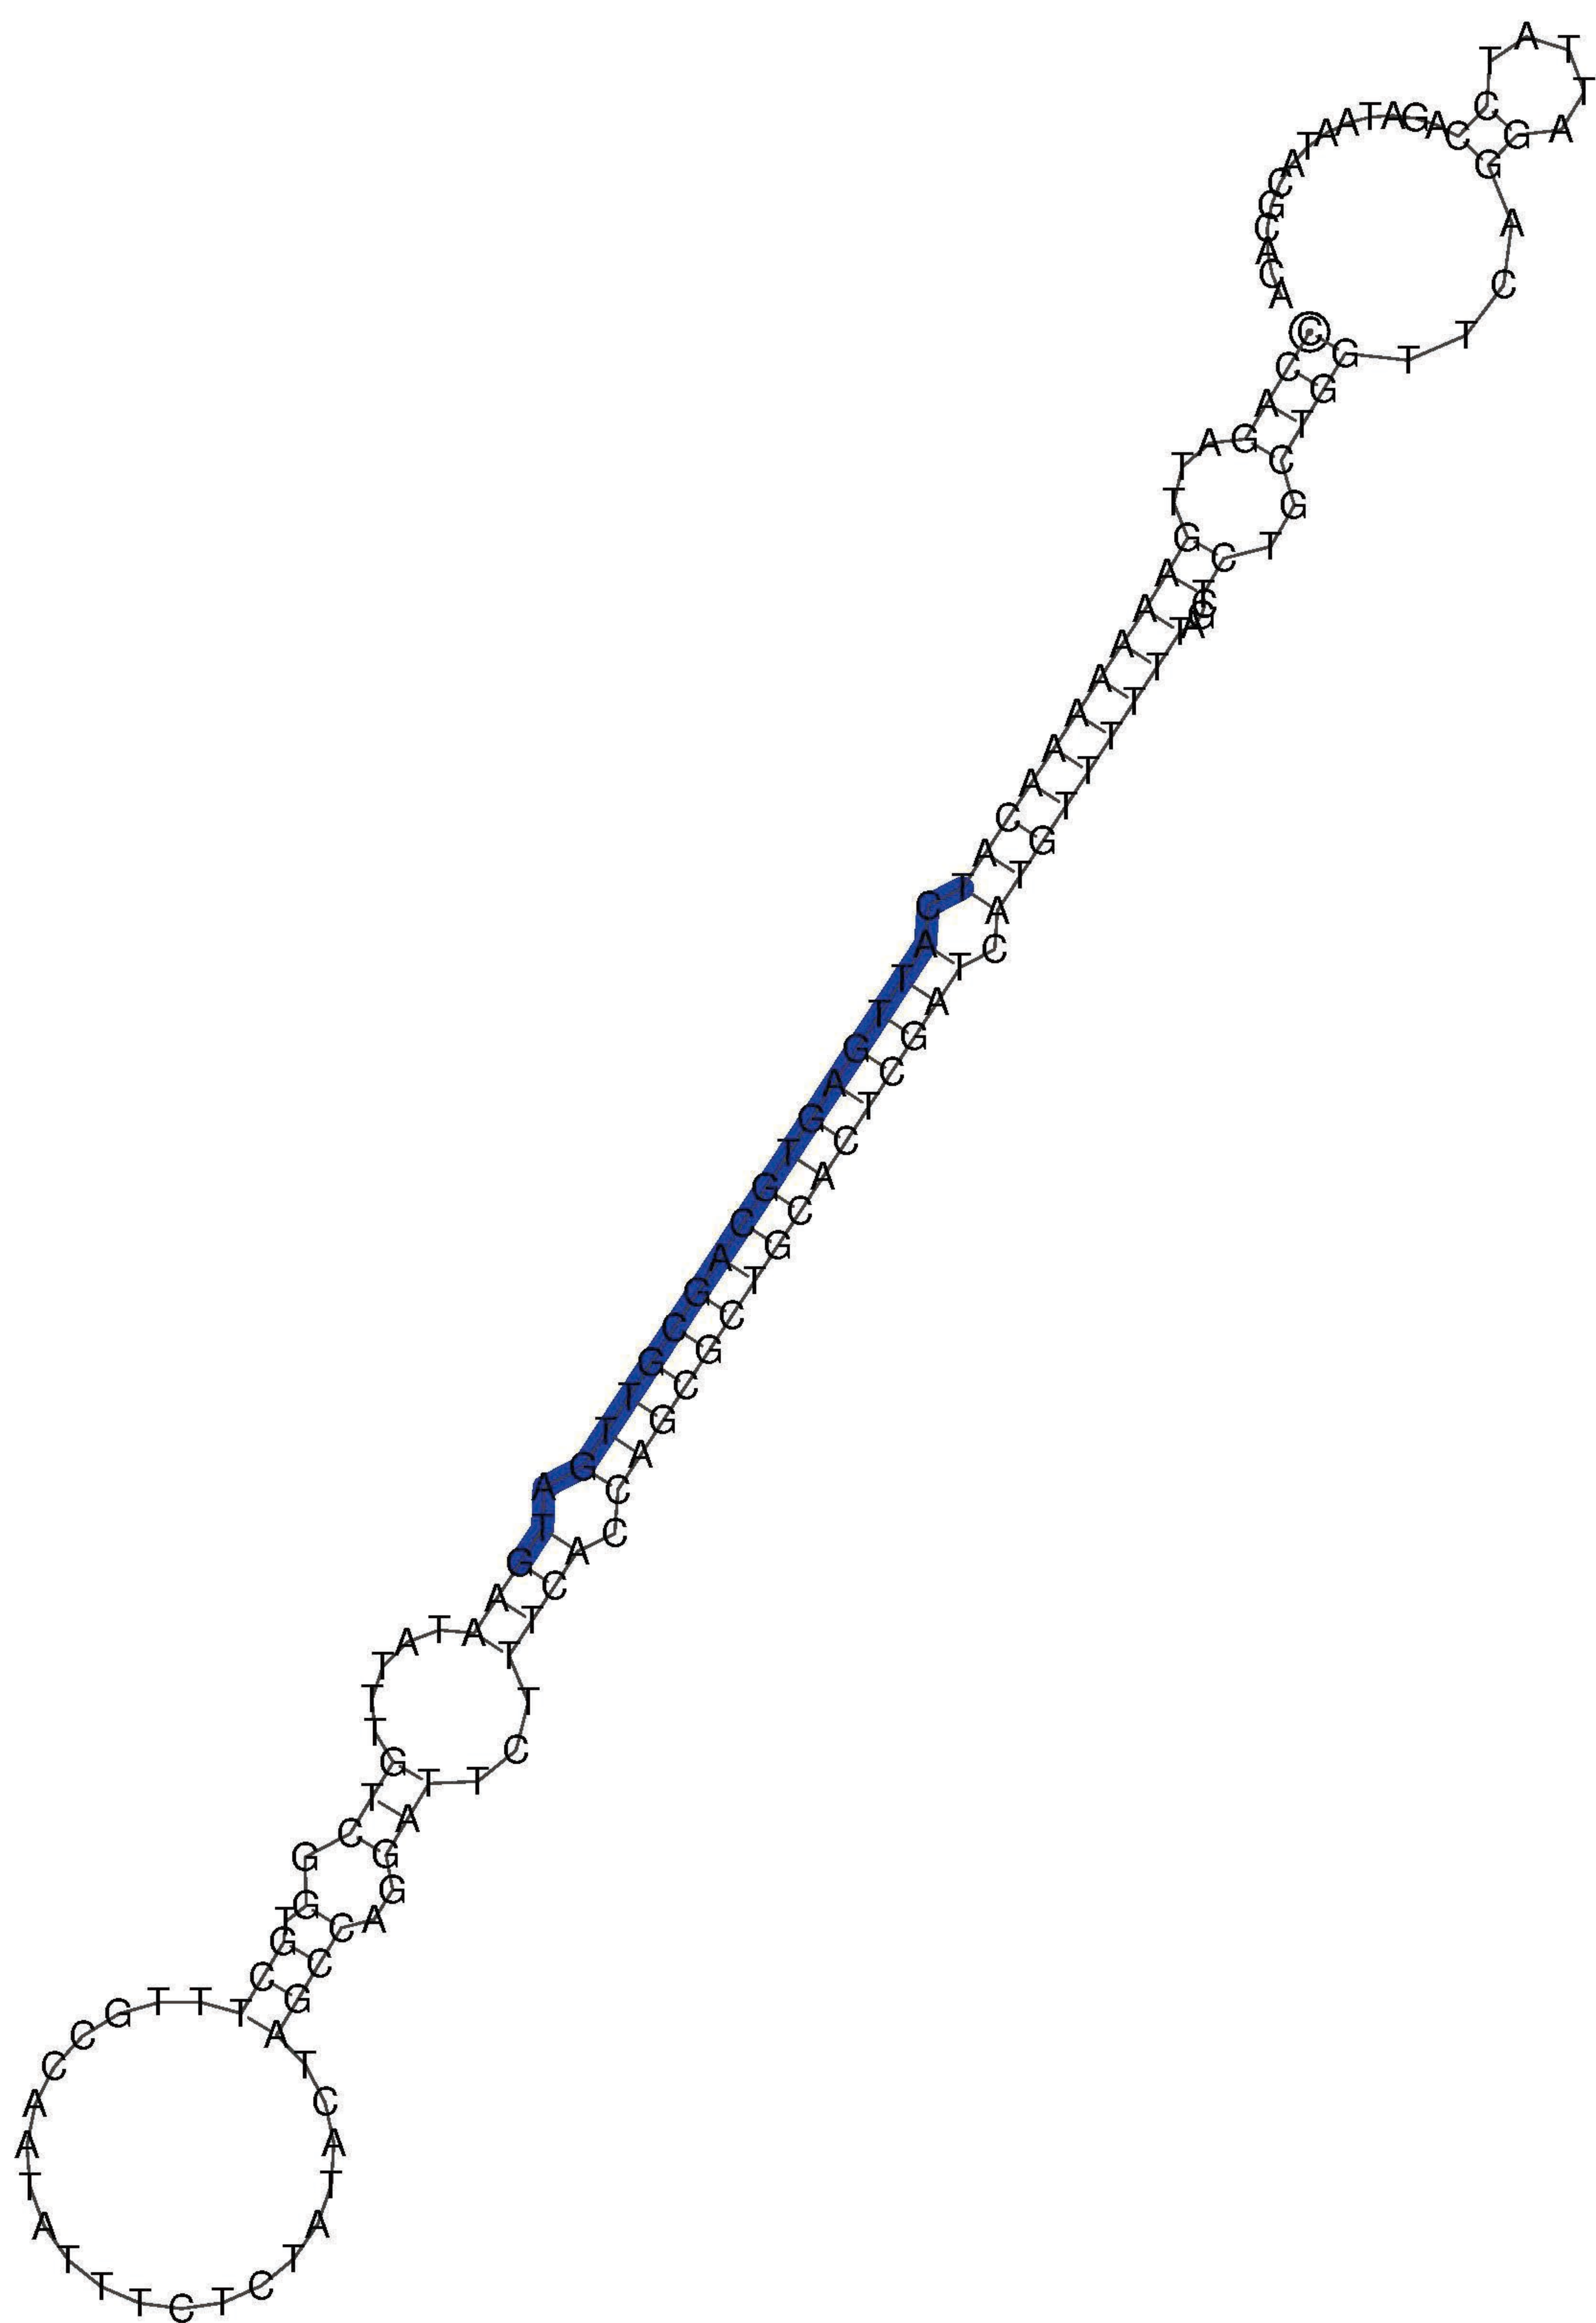

Secondary structure for csi-miR398

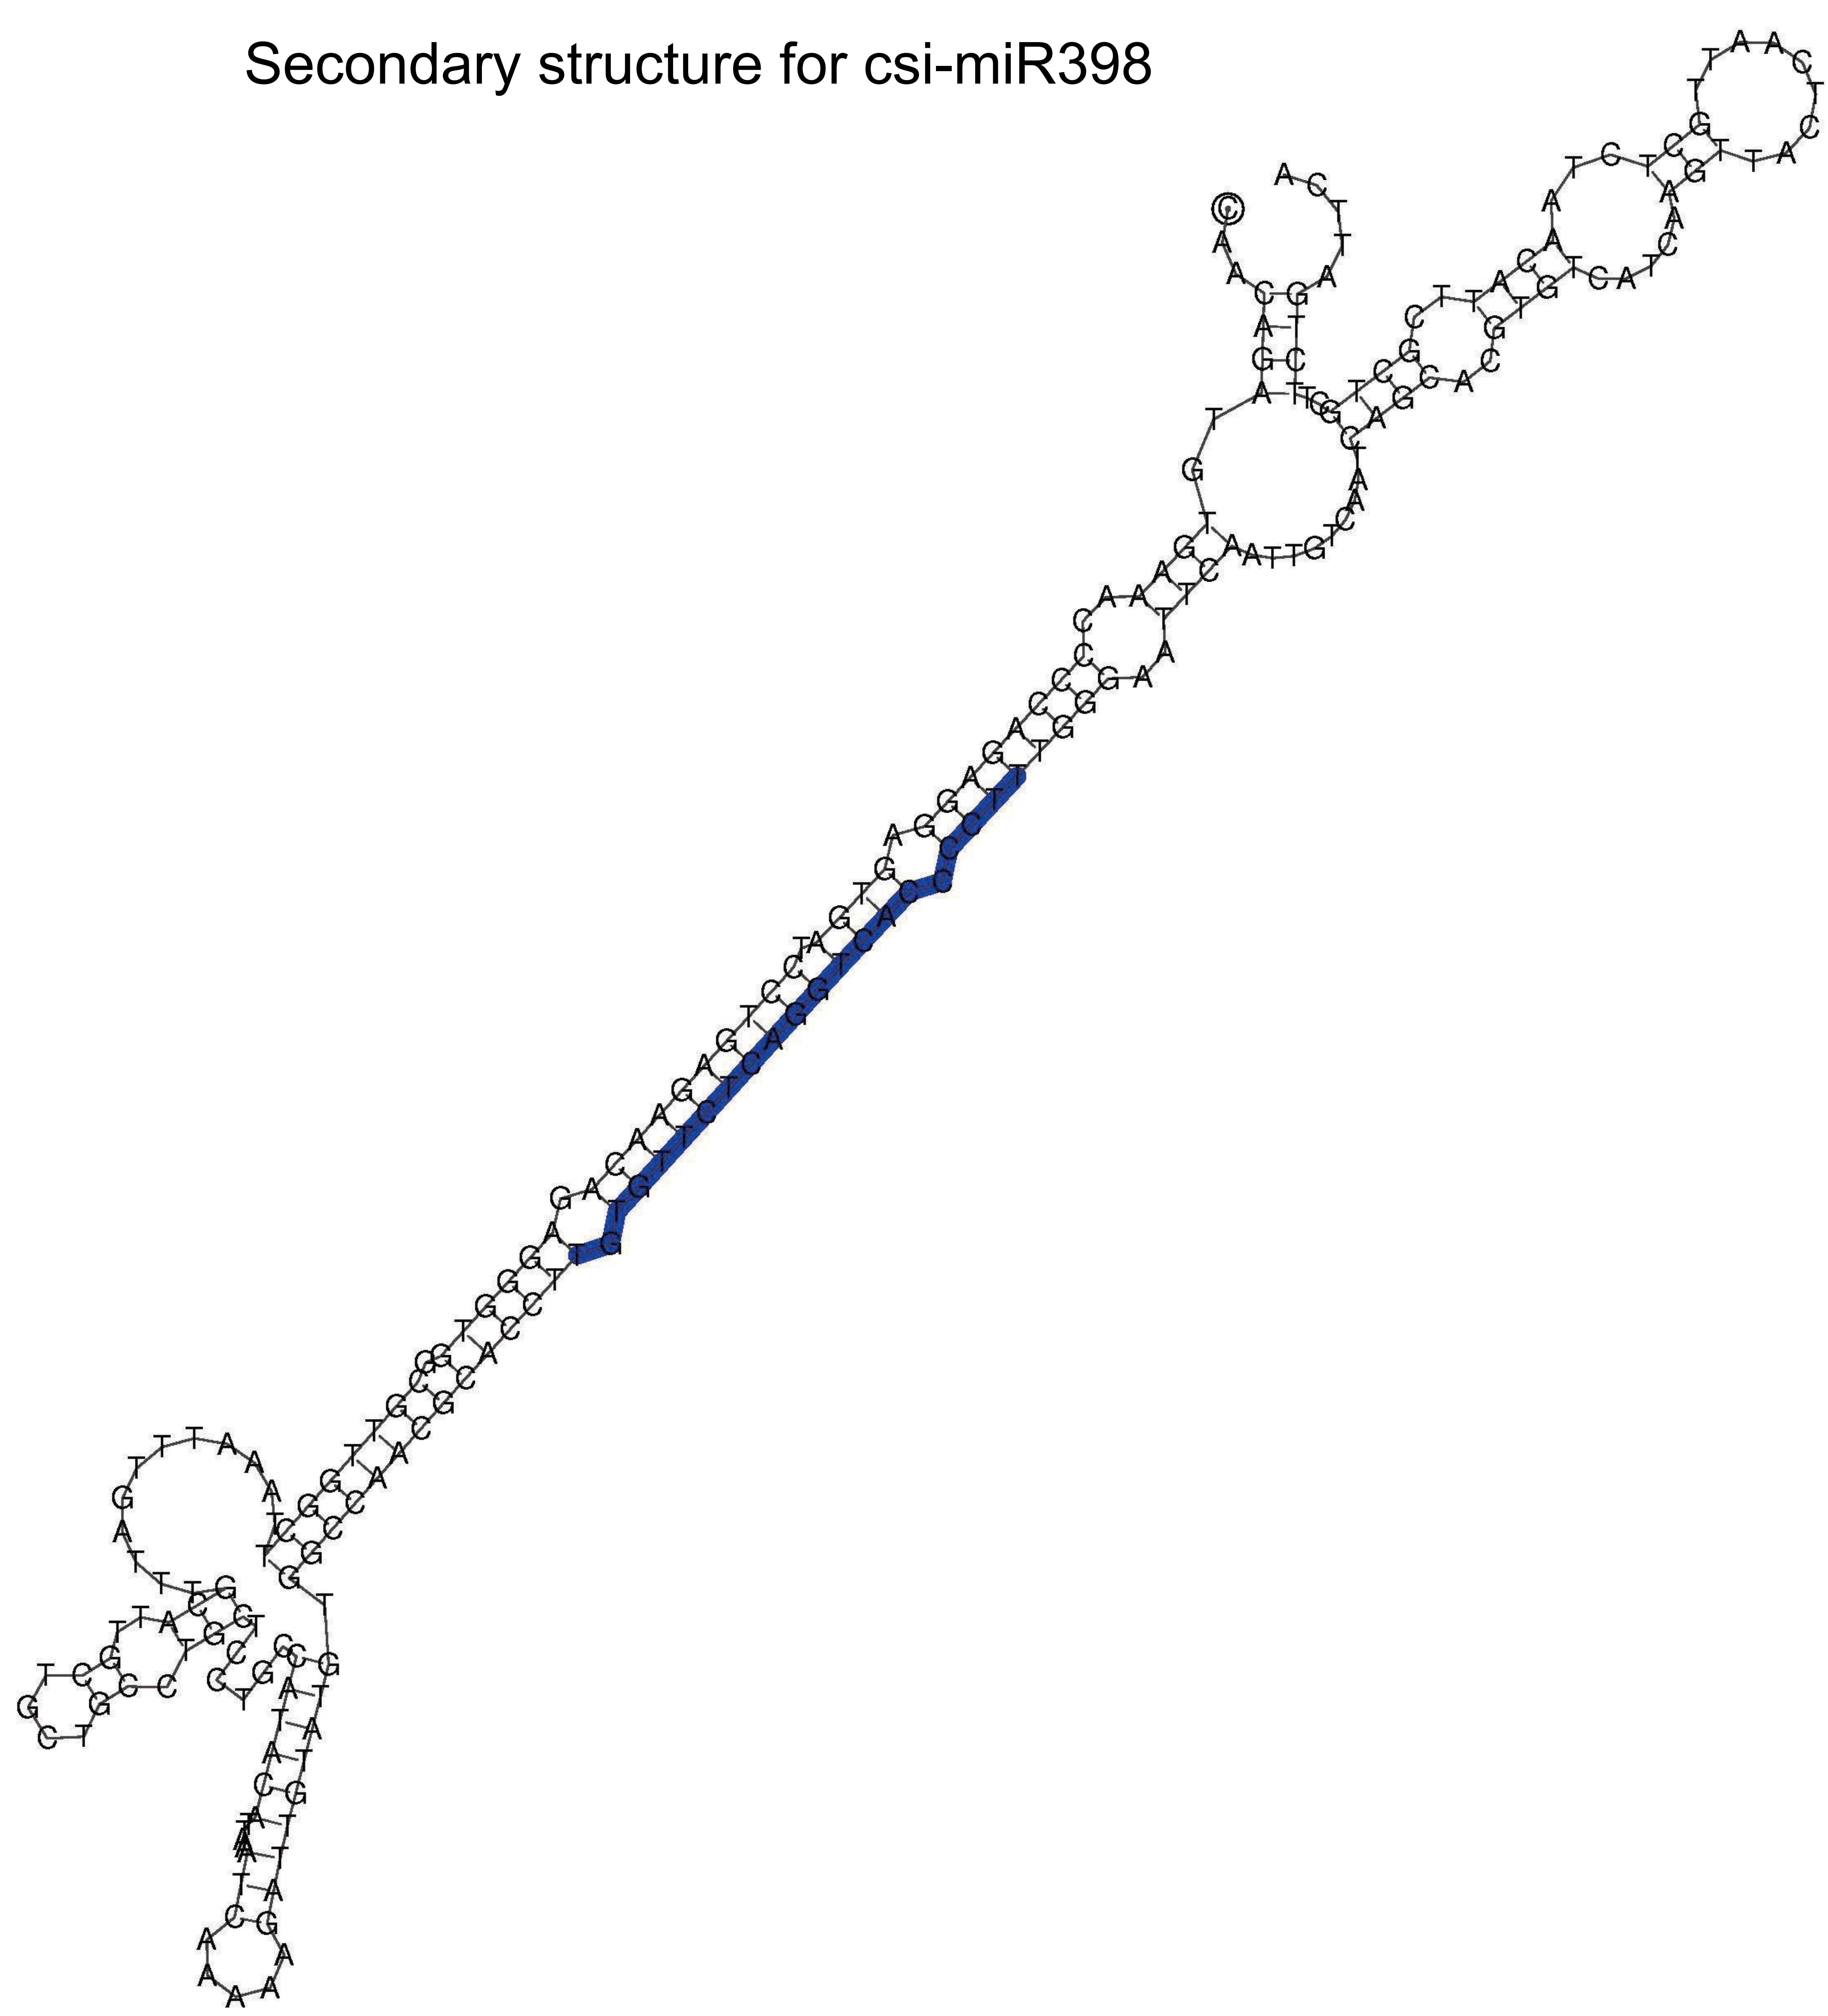

Secondary structure for csi-miR399a

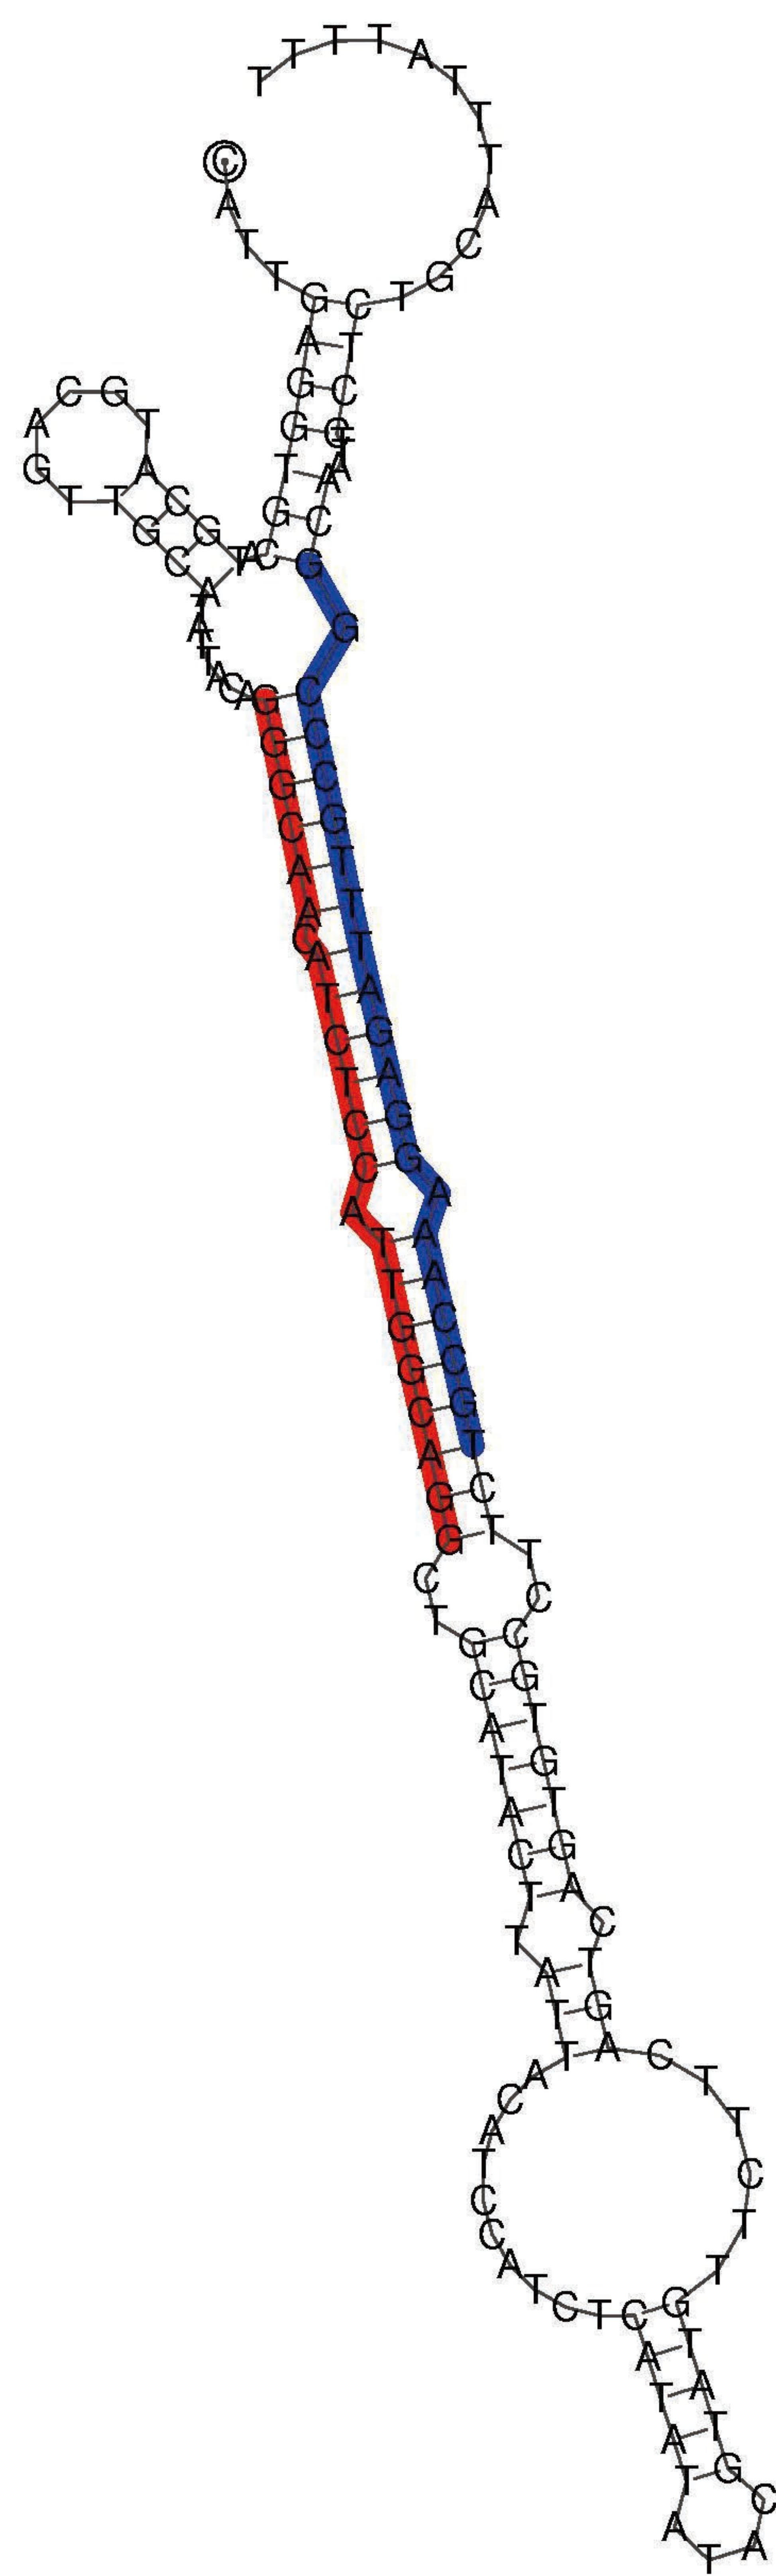

### Secondary structure for csi-miR399b

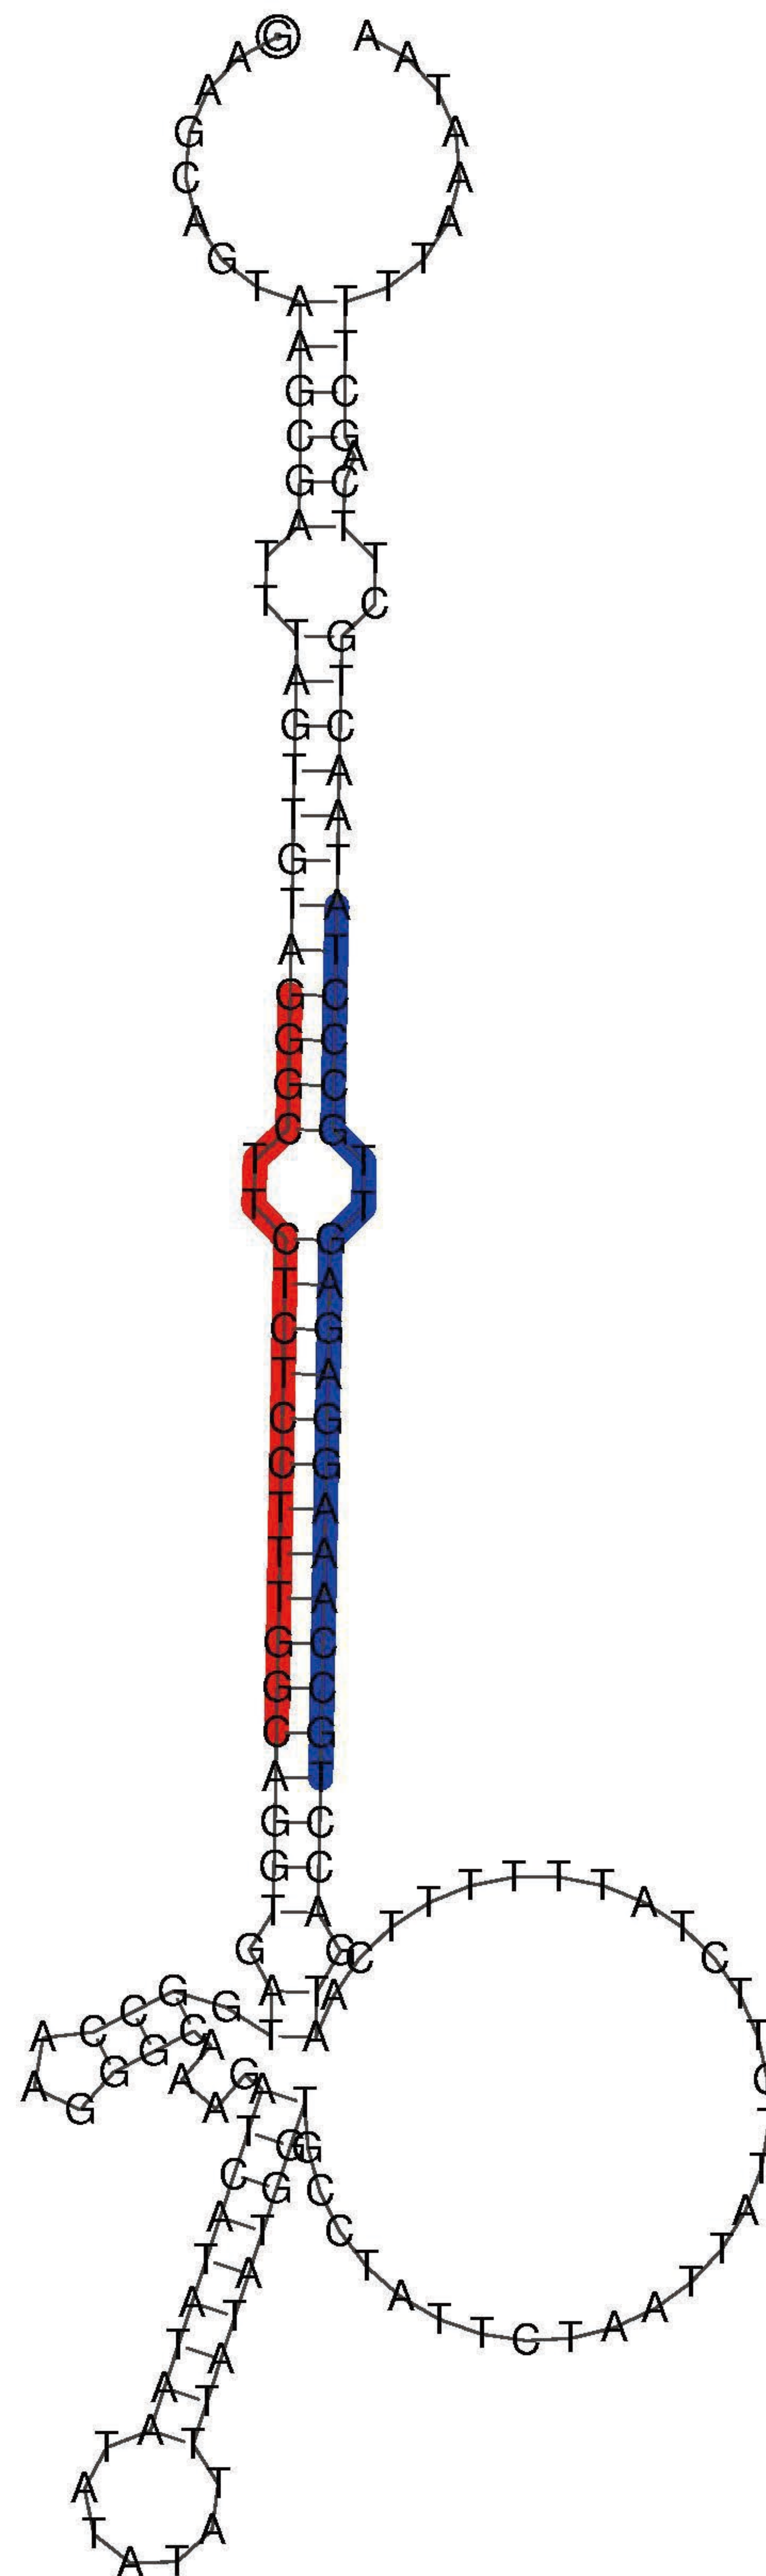

Secondary structure for csi-miR399c

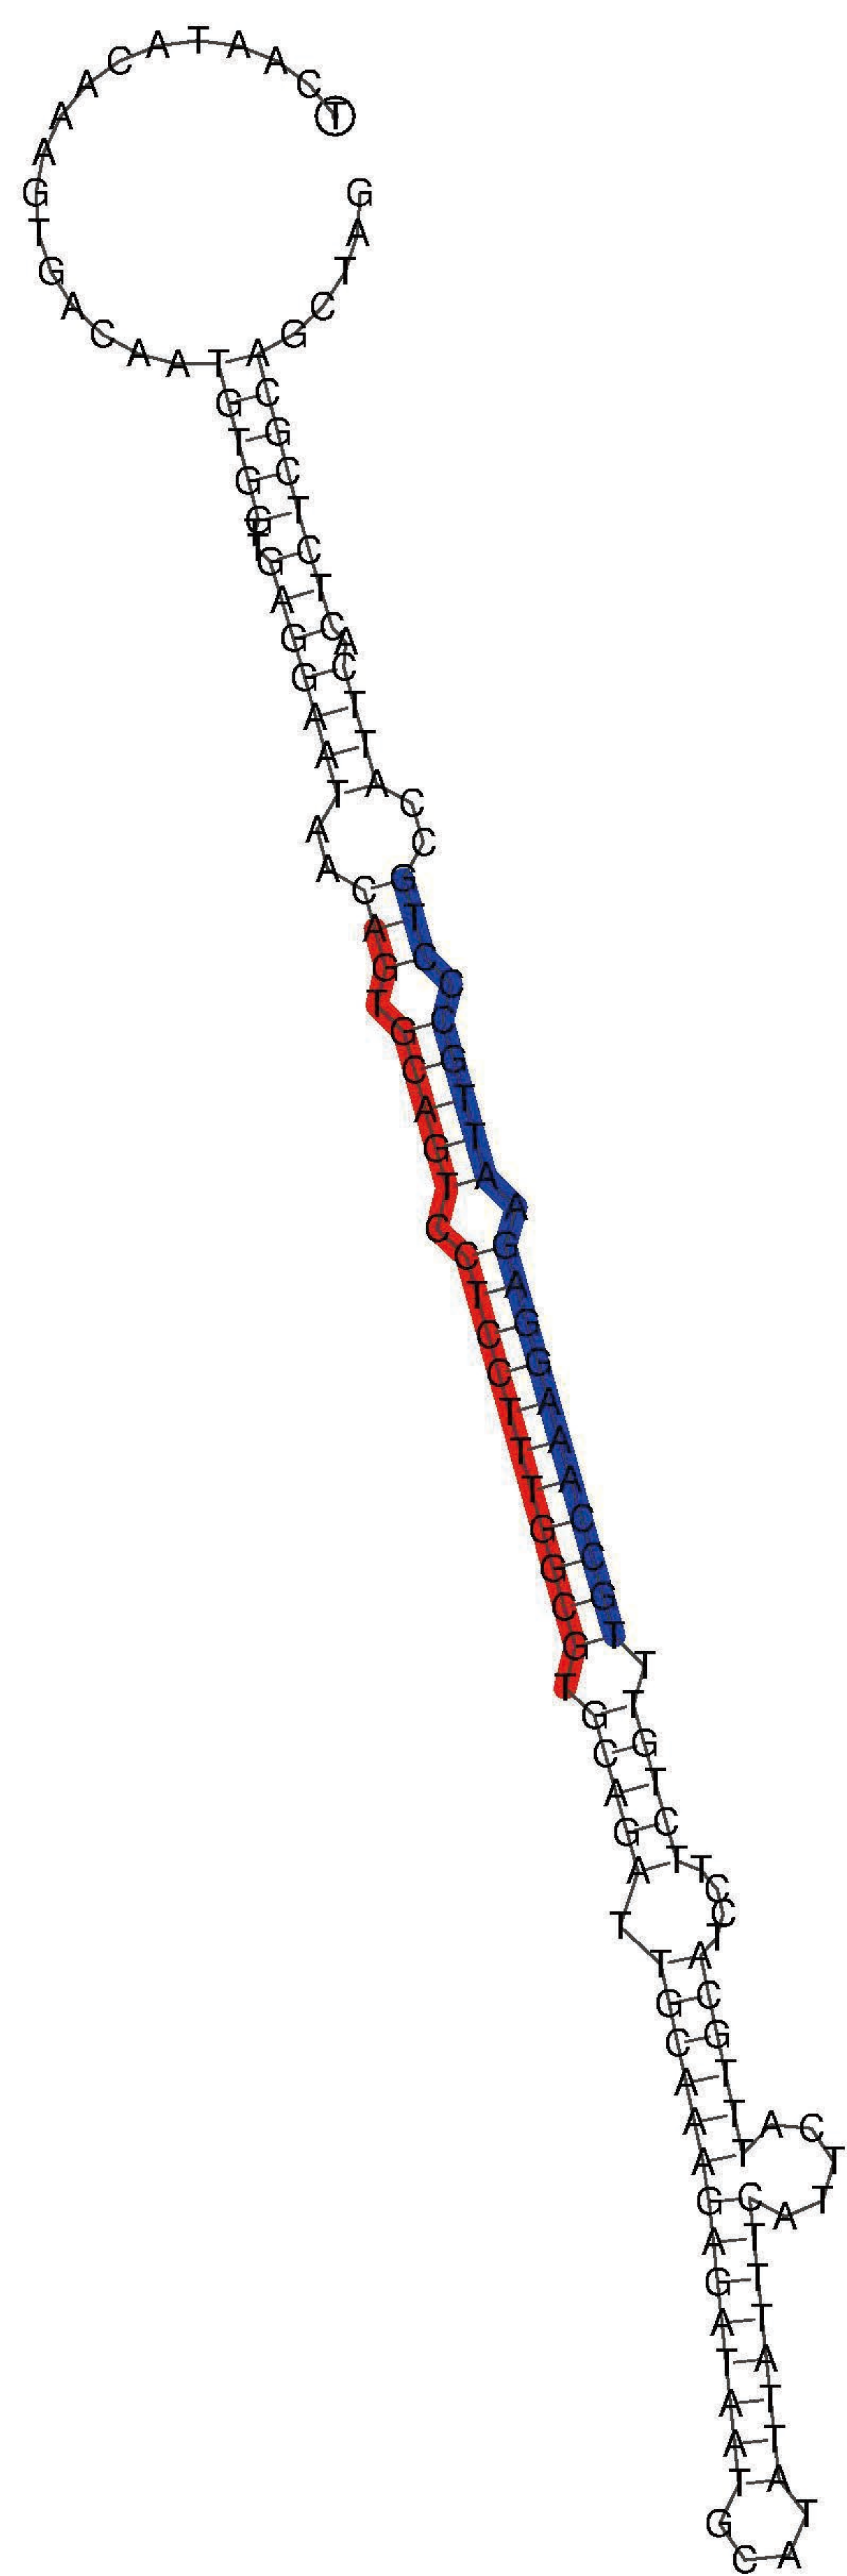

Secondary structure for csi-miR399d

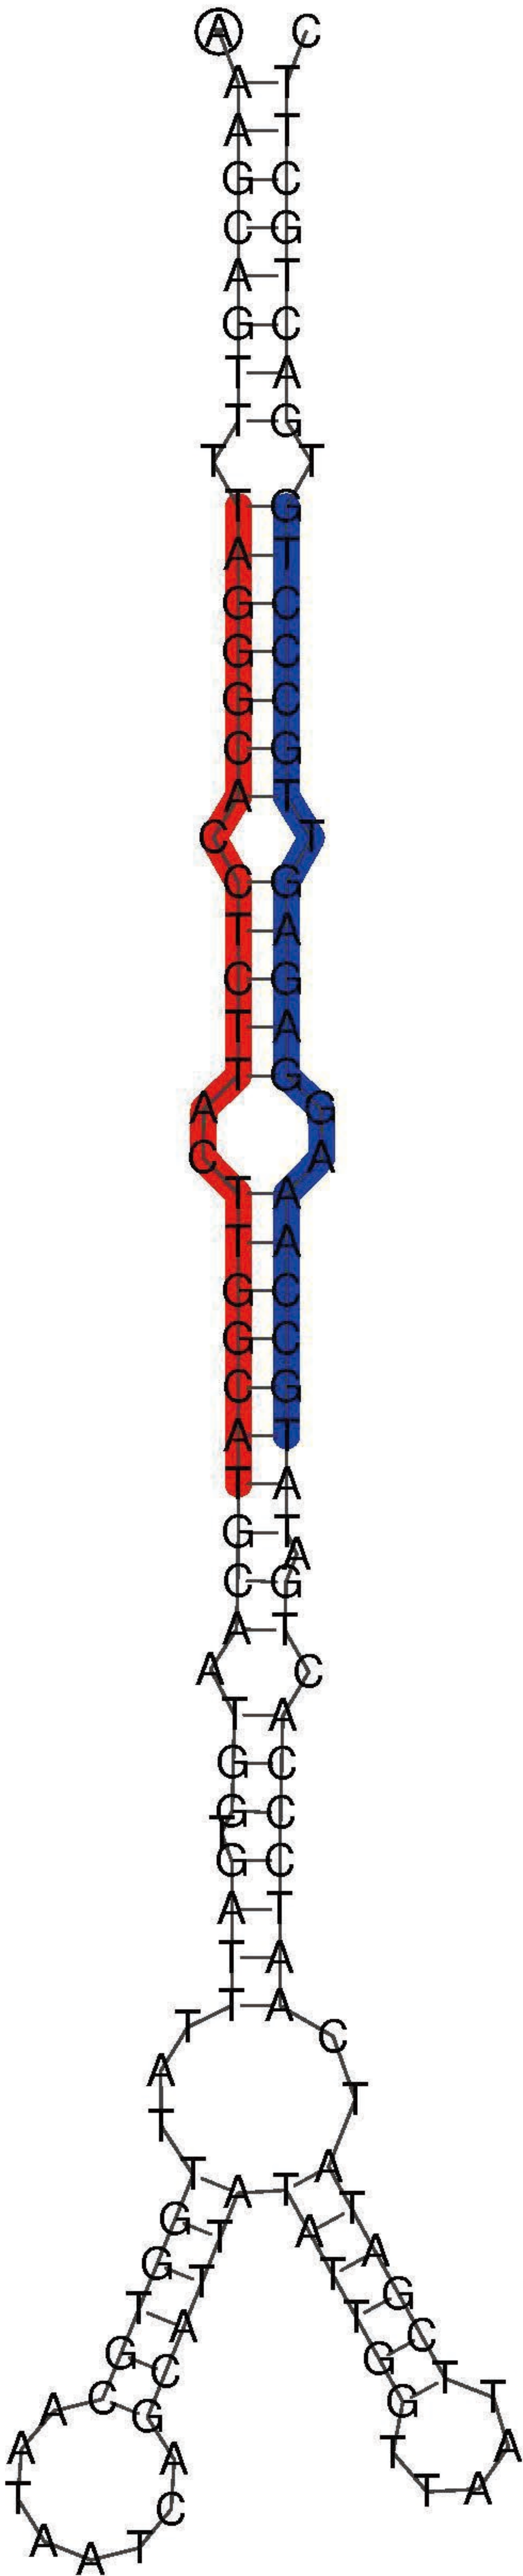

### Secondary structure for csi-miR399e

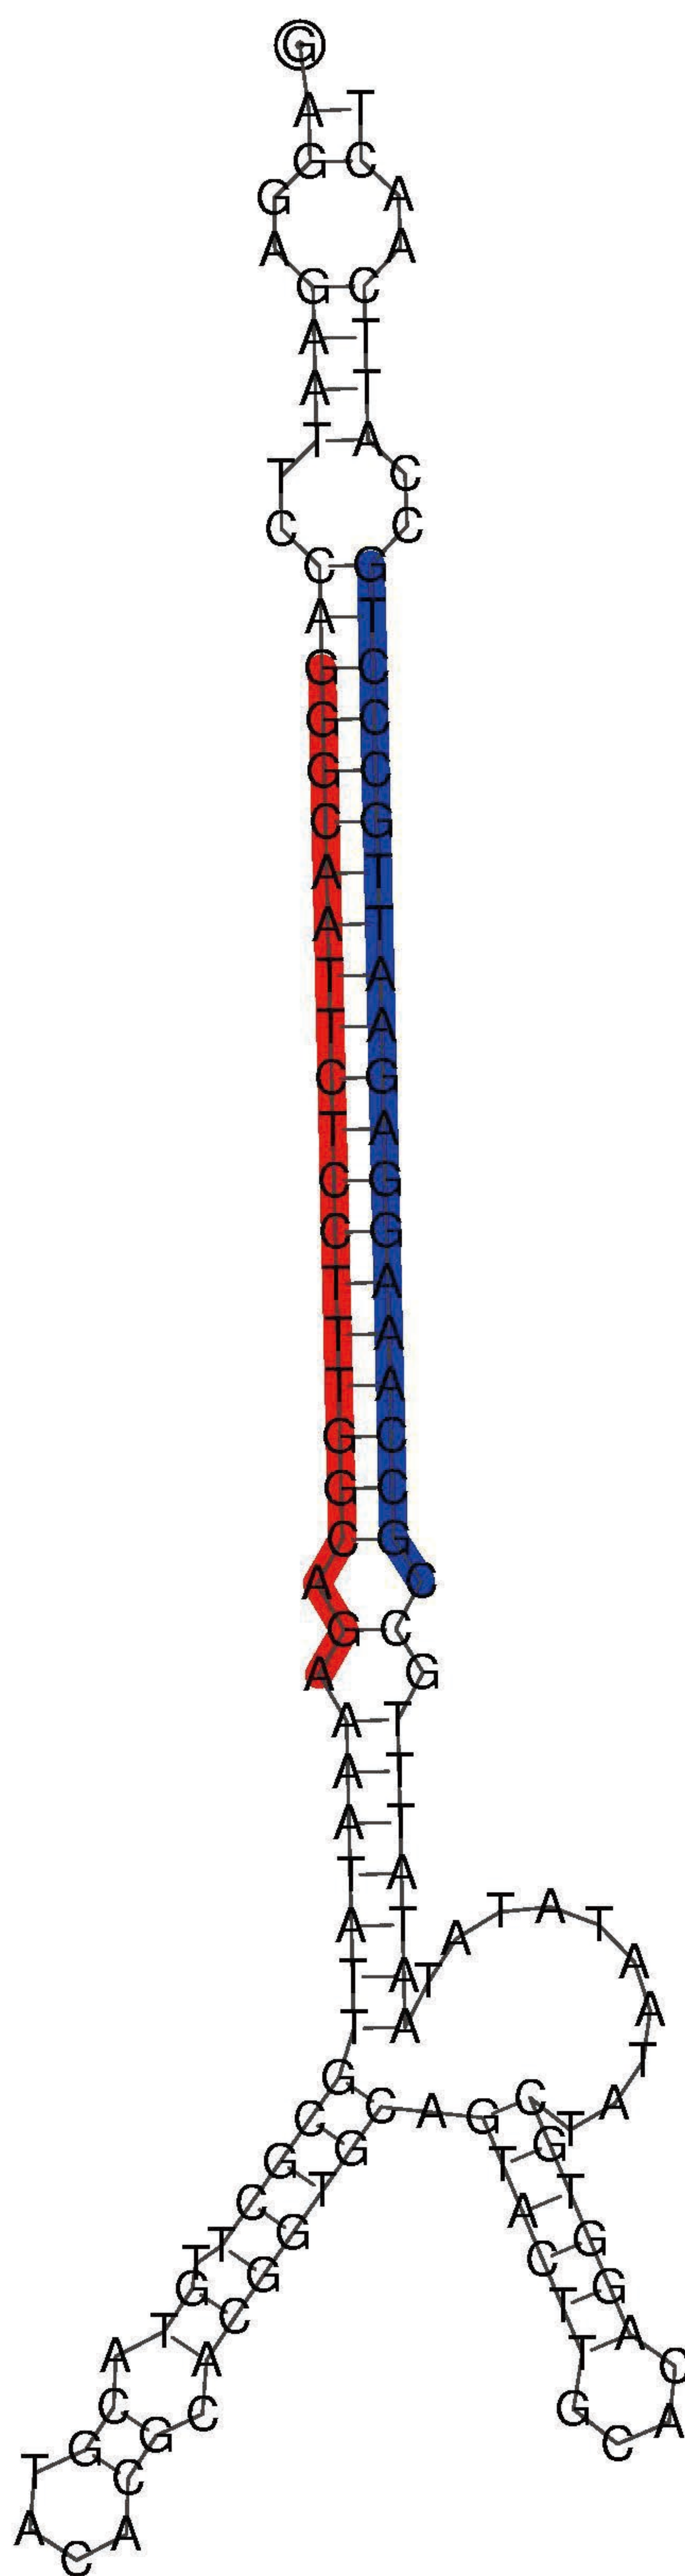

Secondary structure for csi-miR399i-5p

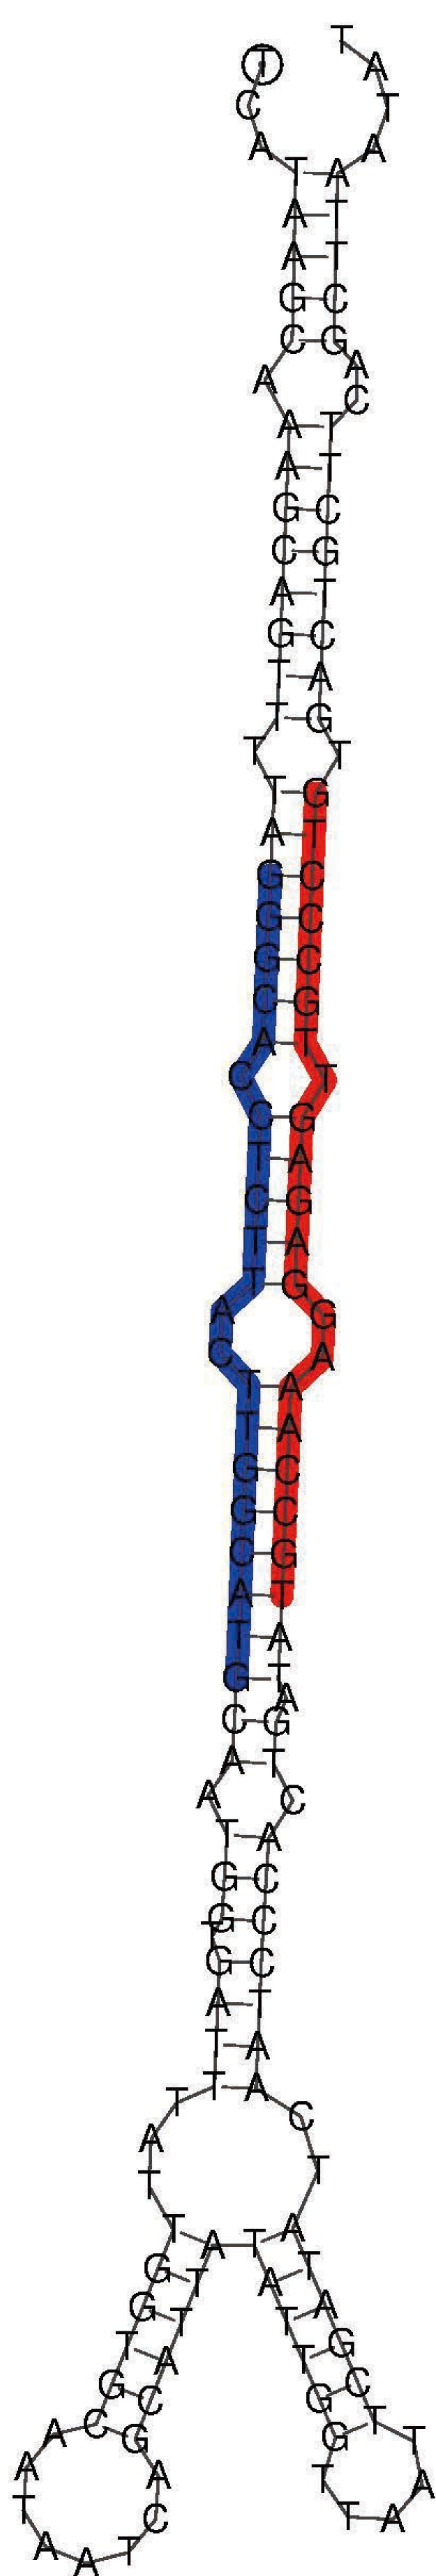

Secondary structure for csi-miR403

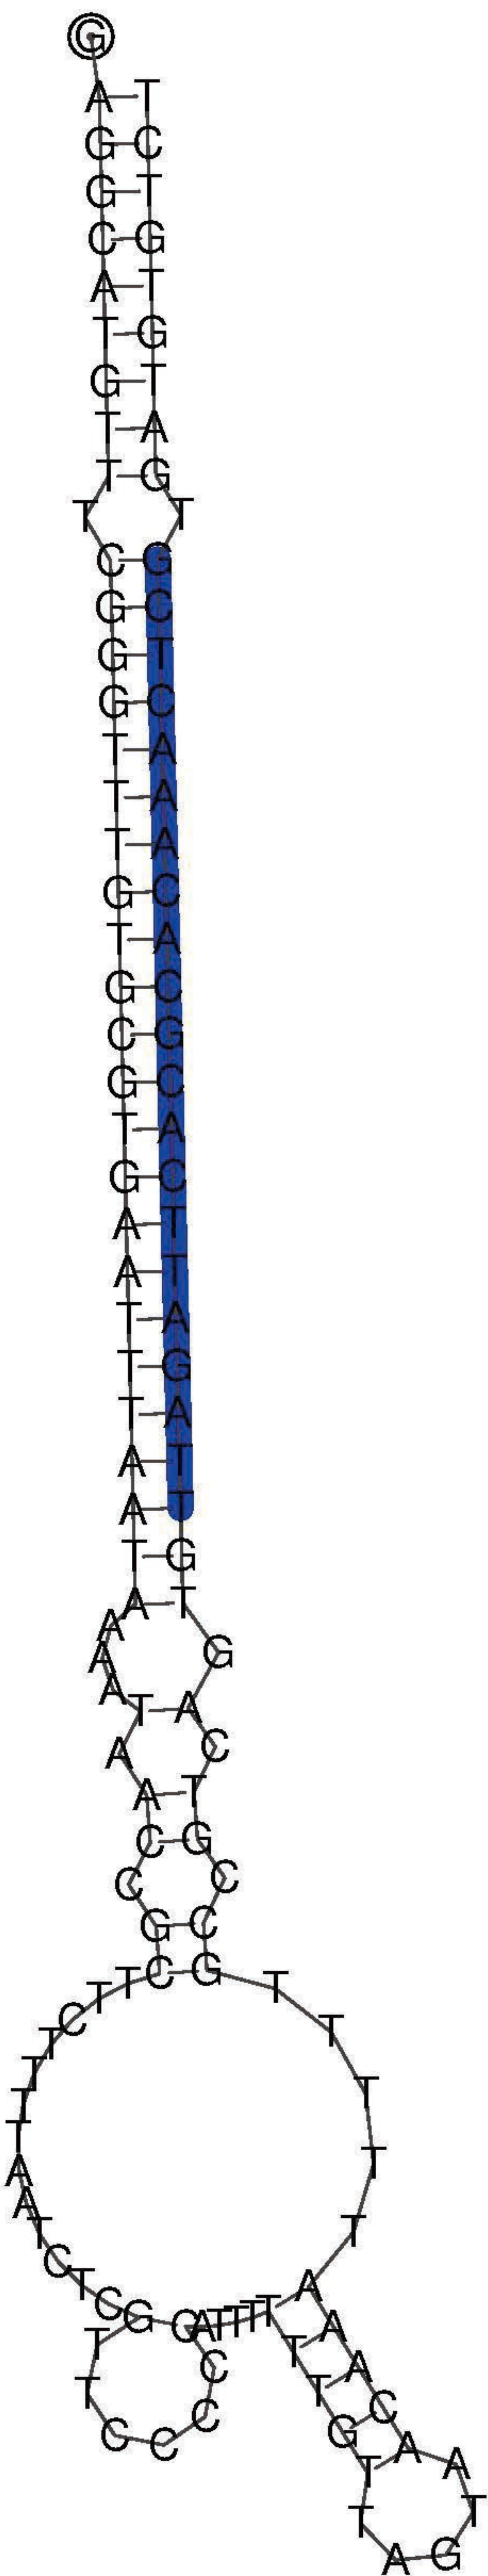

Secondary structure for csi-miR408

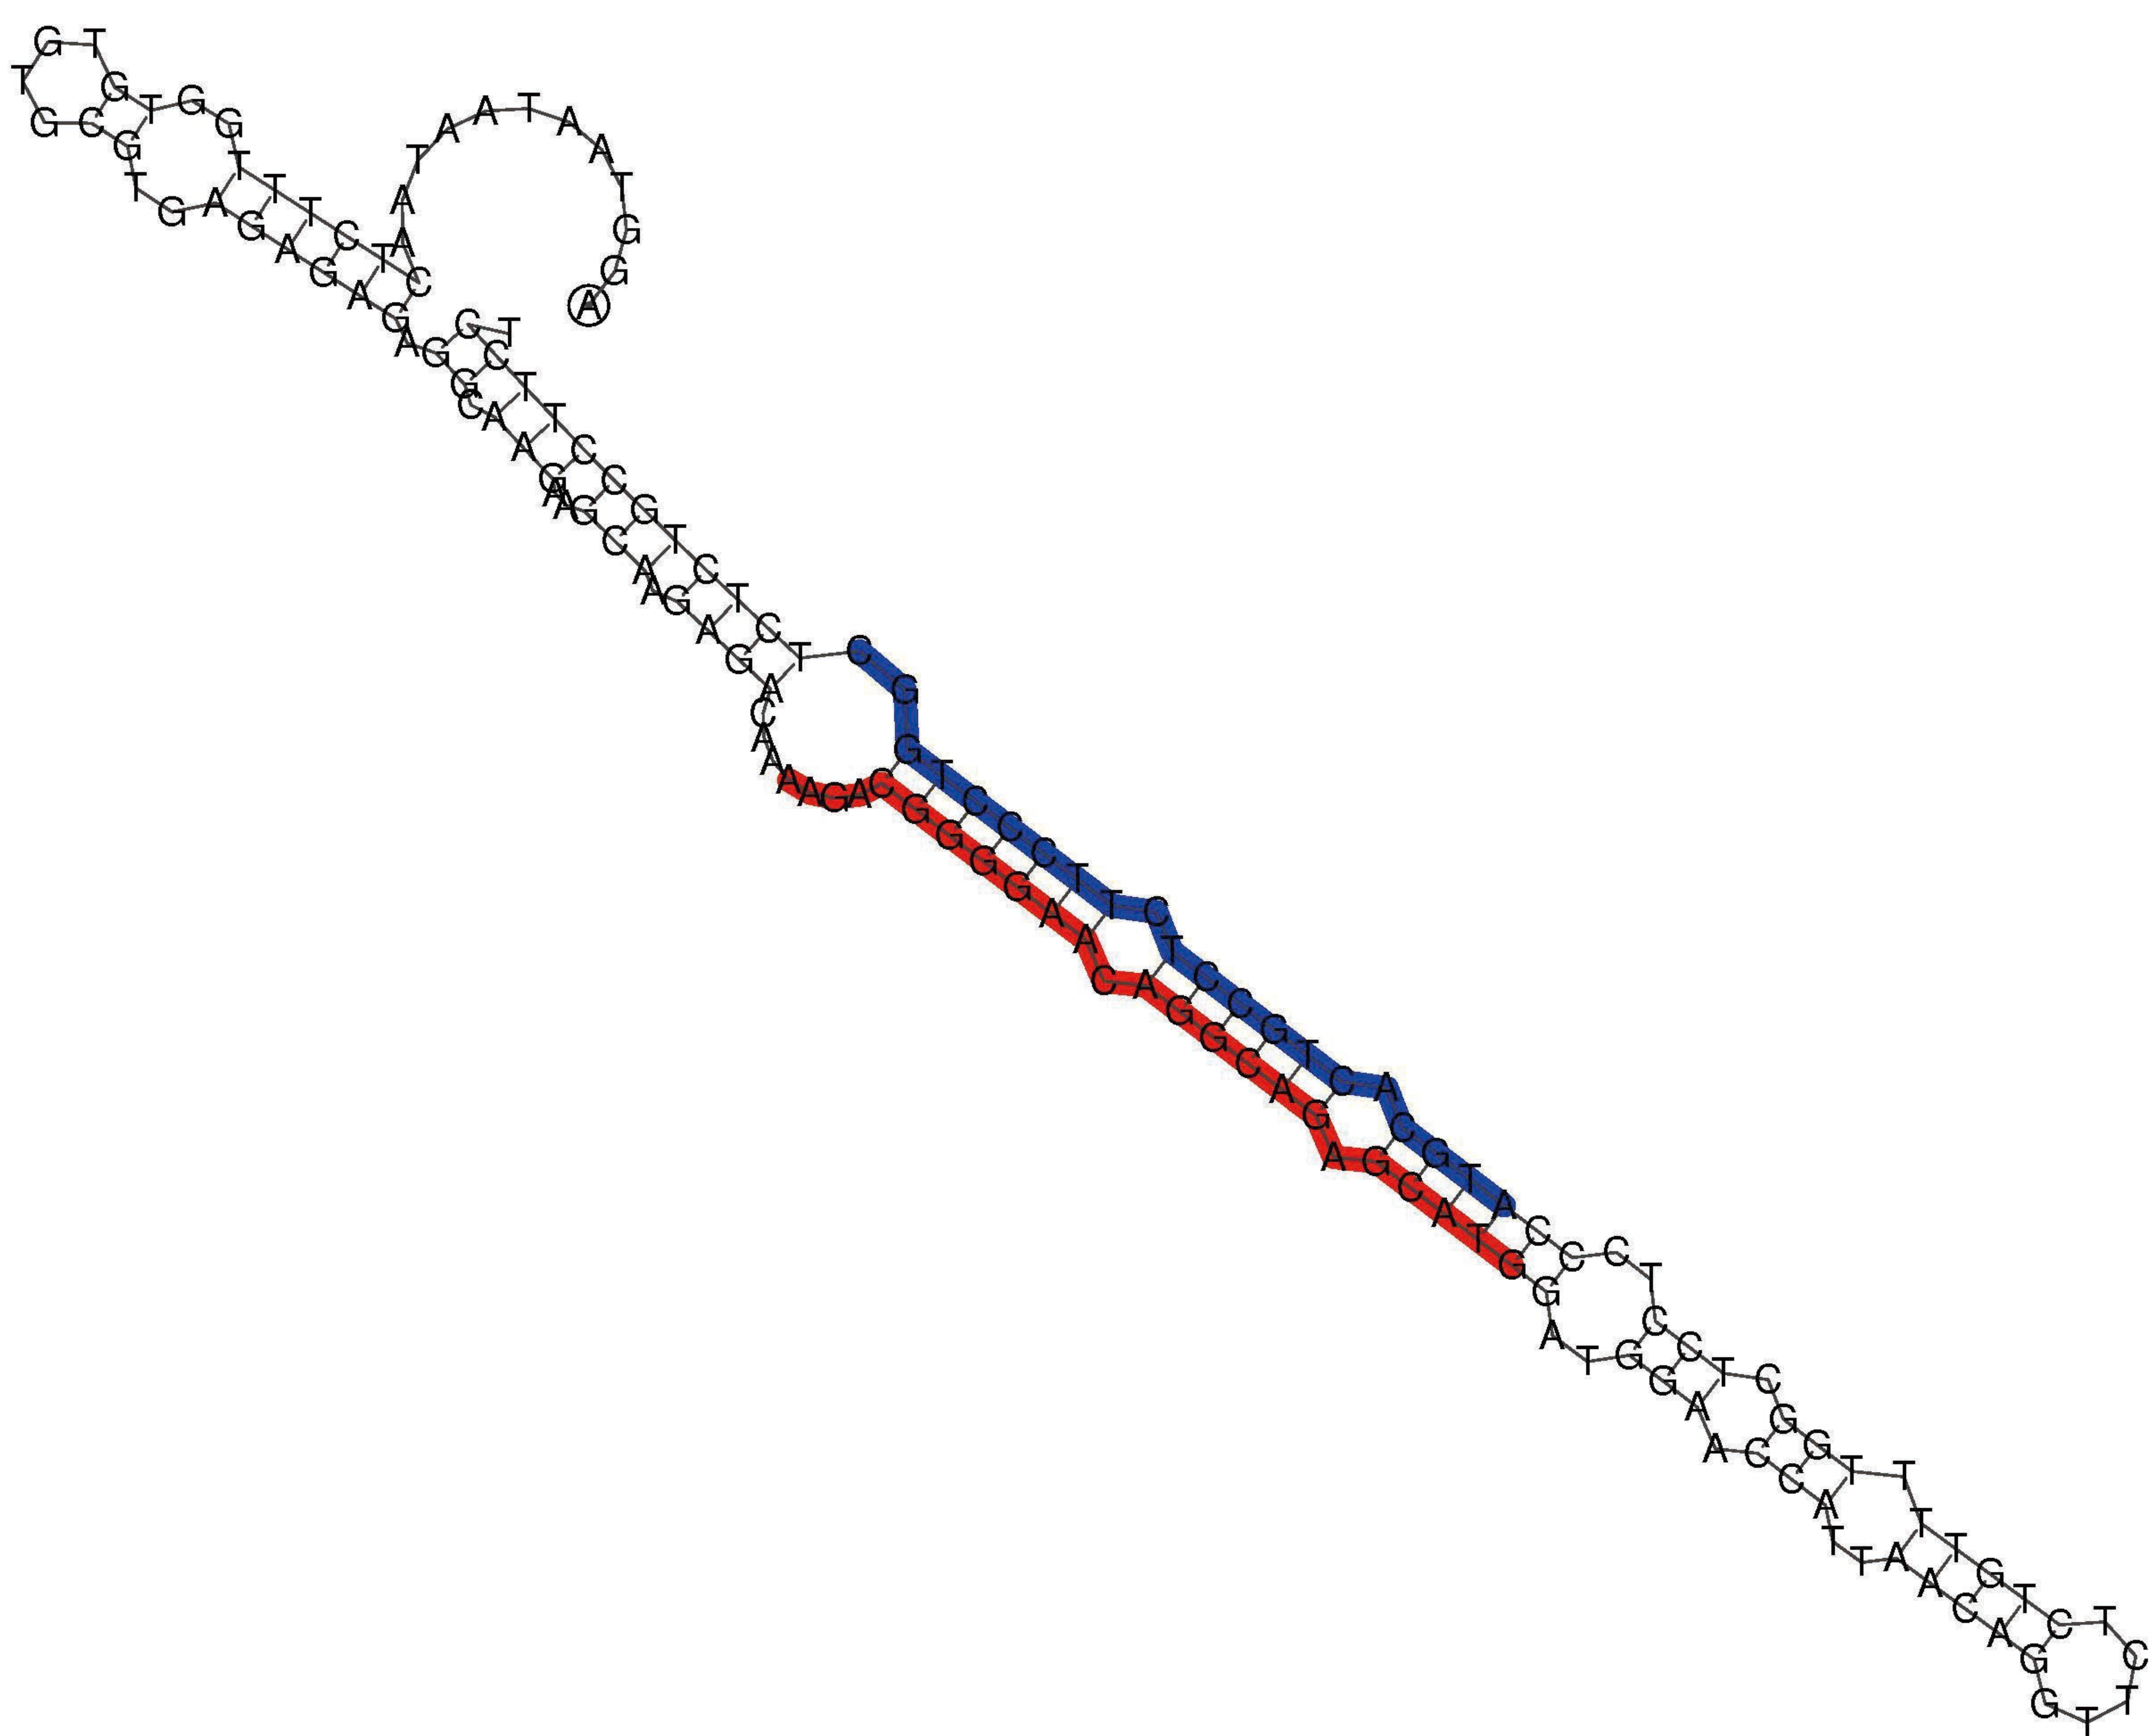

### Secondary structure for csi-miR408b

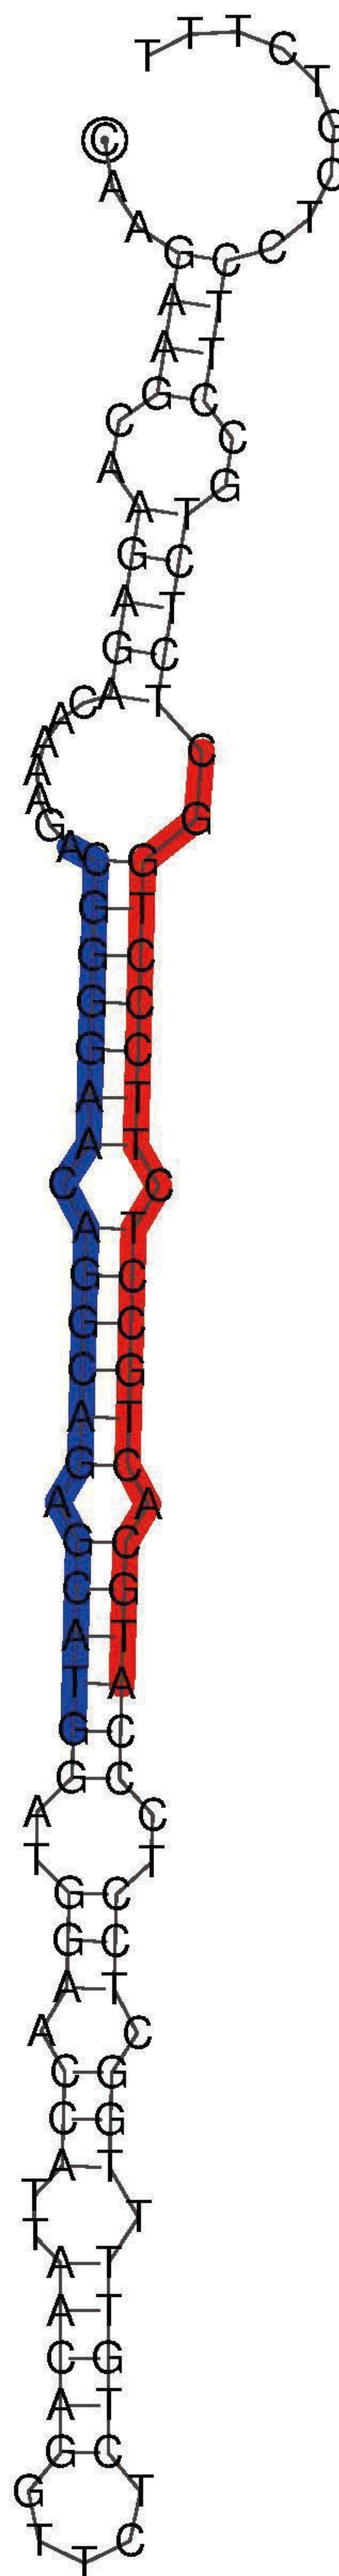

Secondary structure for csi-miR4352b

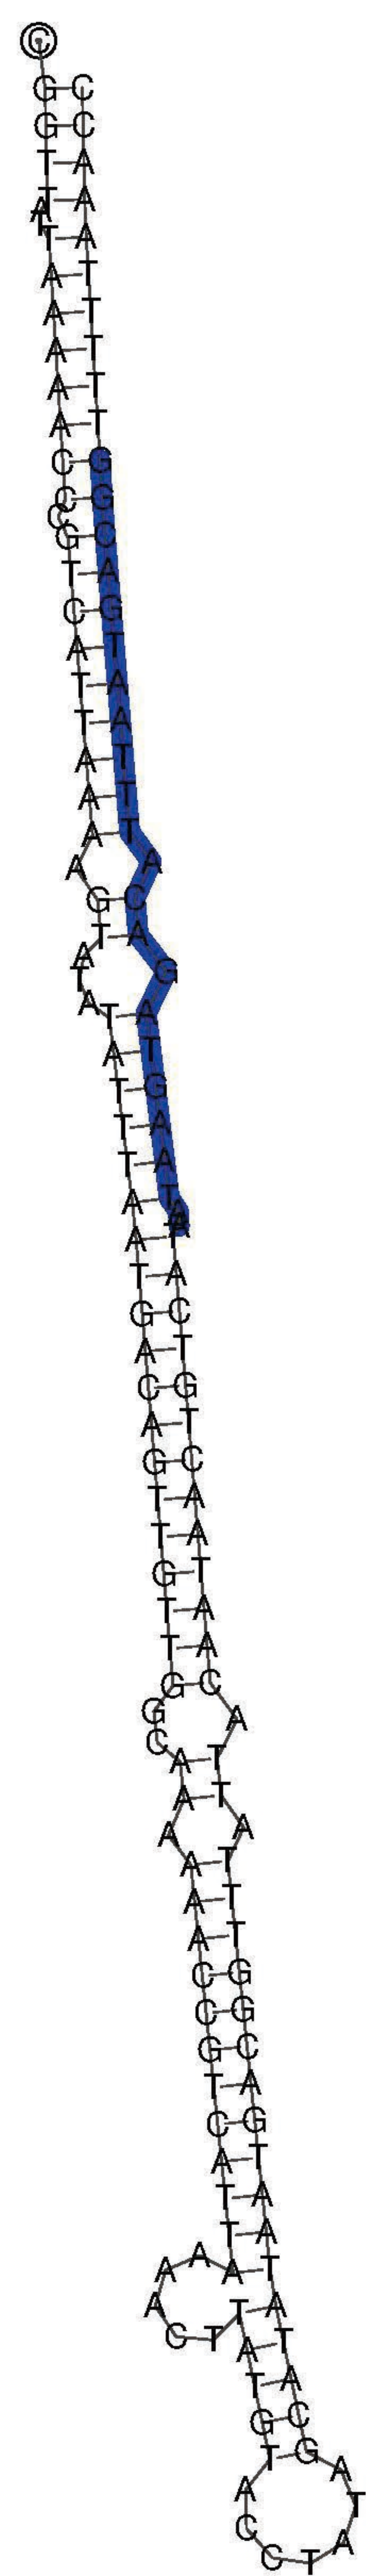

### Secondary structure for csi-miR472

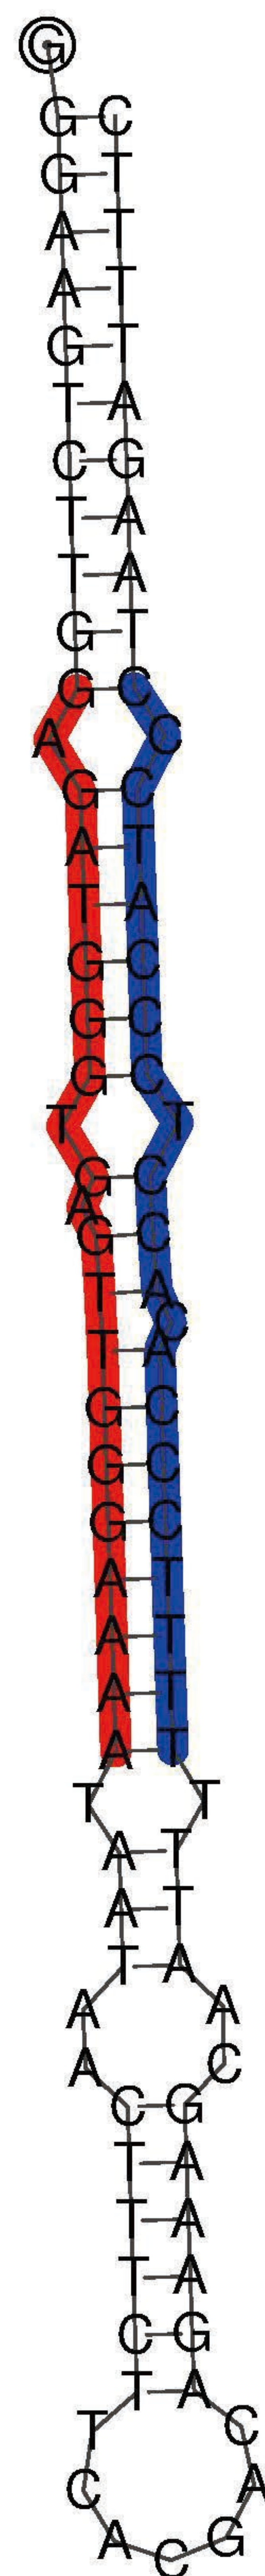

### Secondary structure for csi-miR473

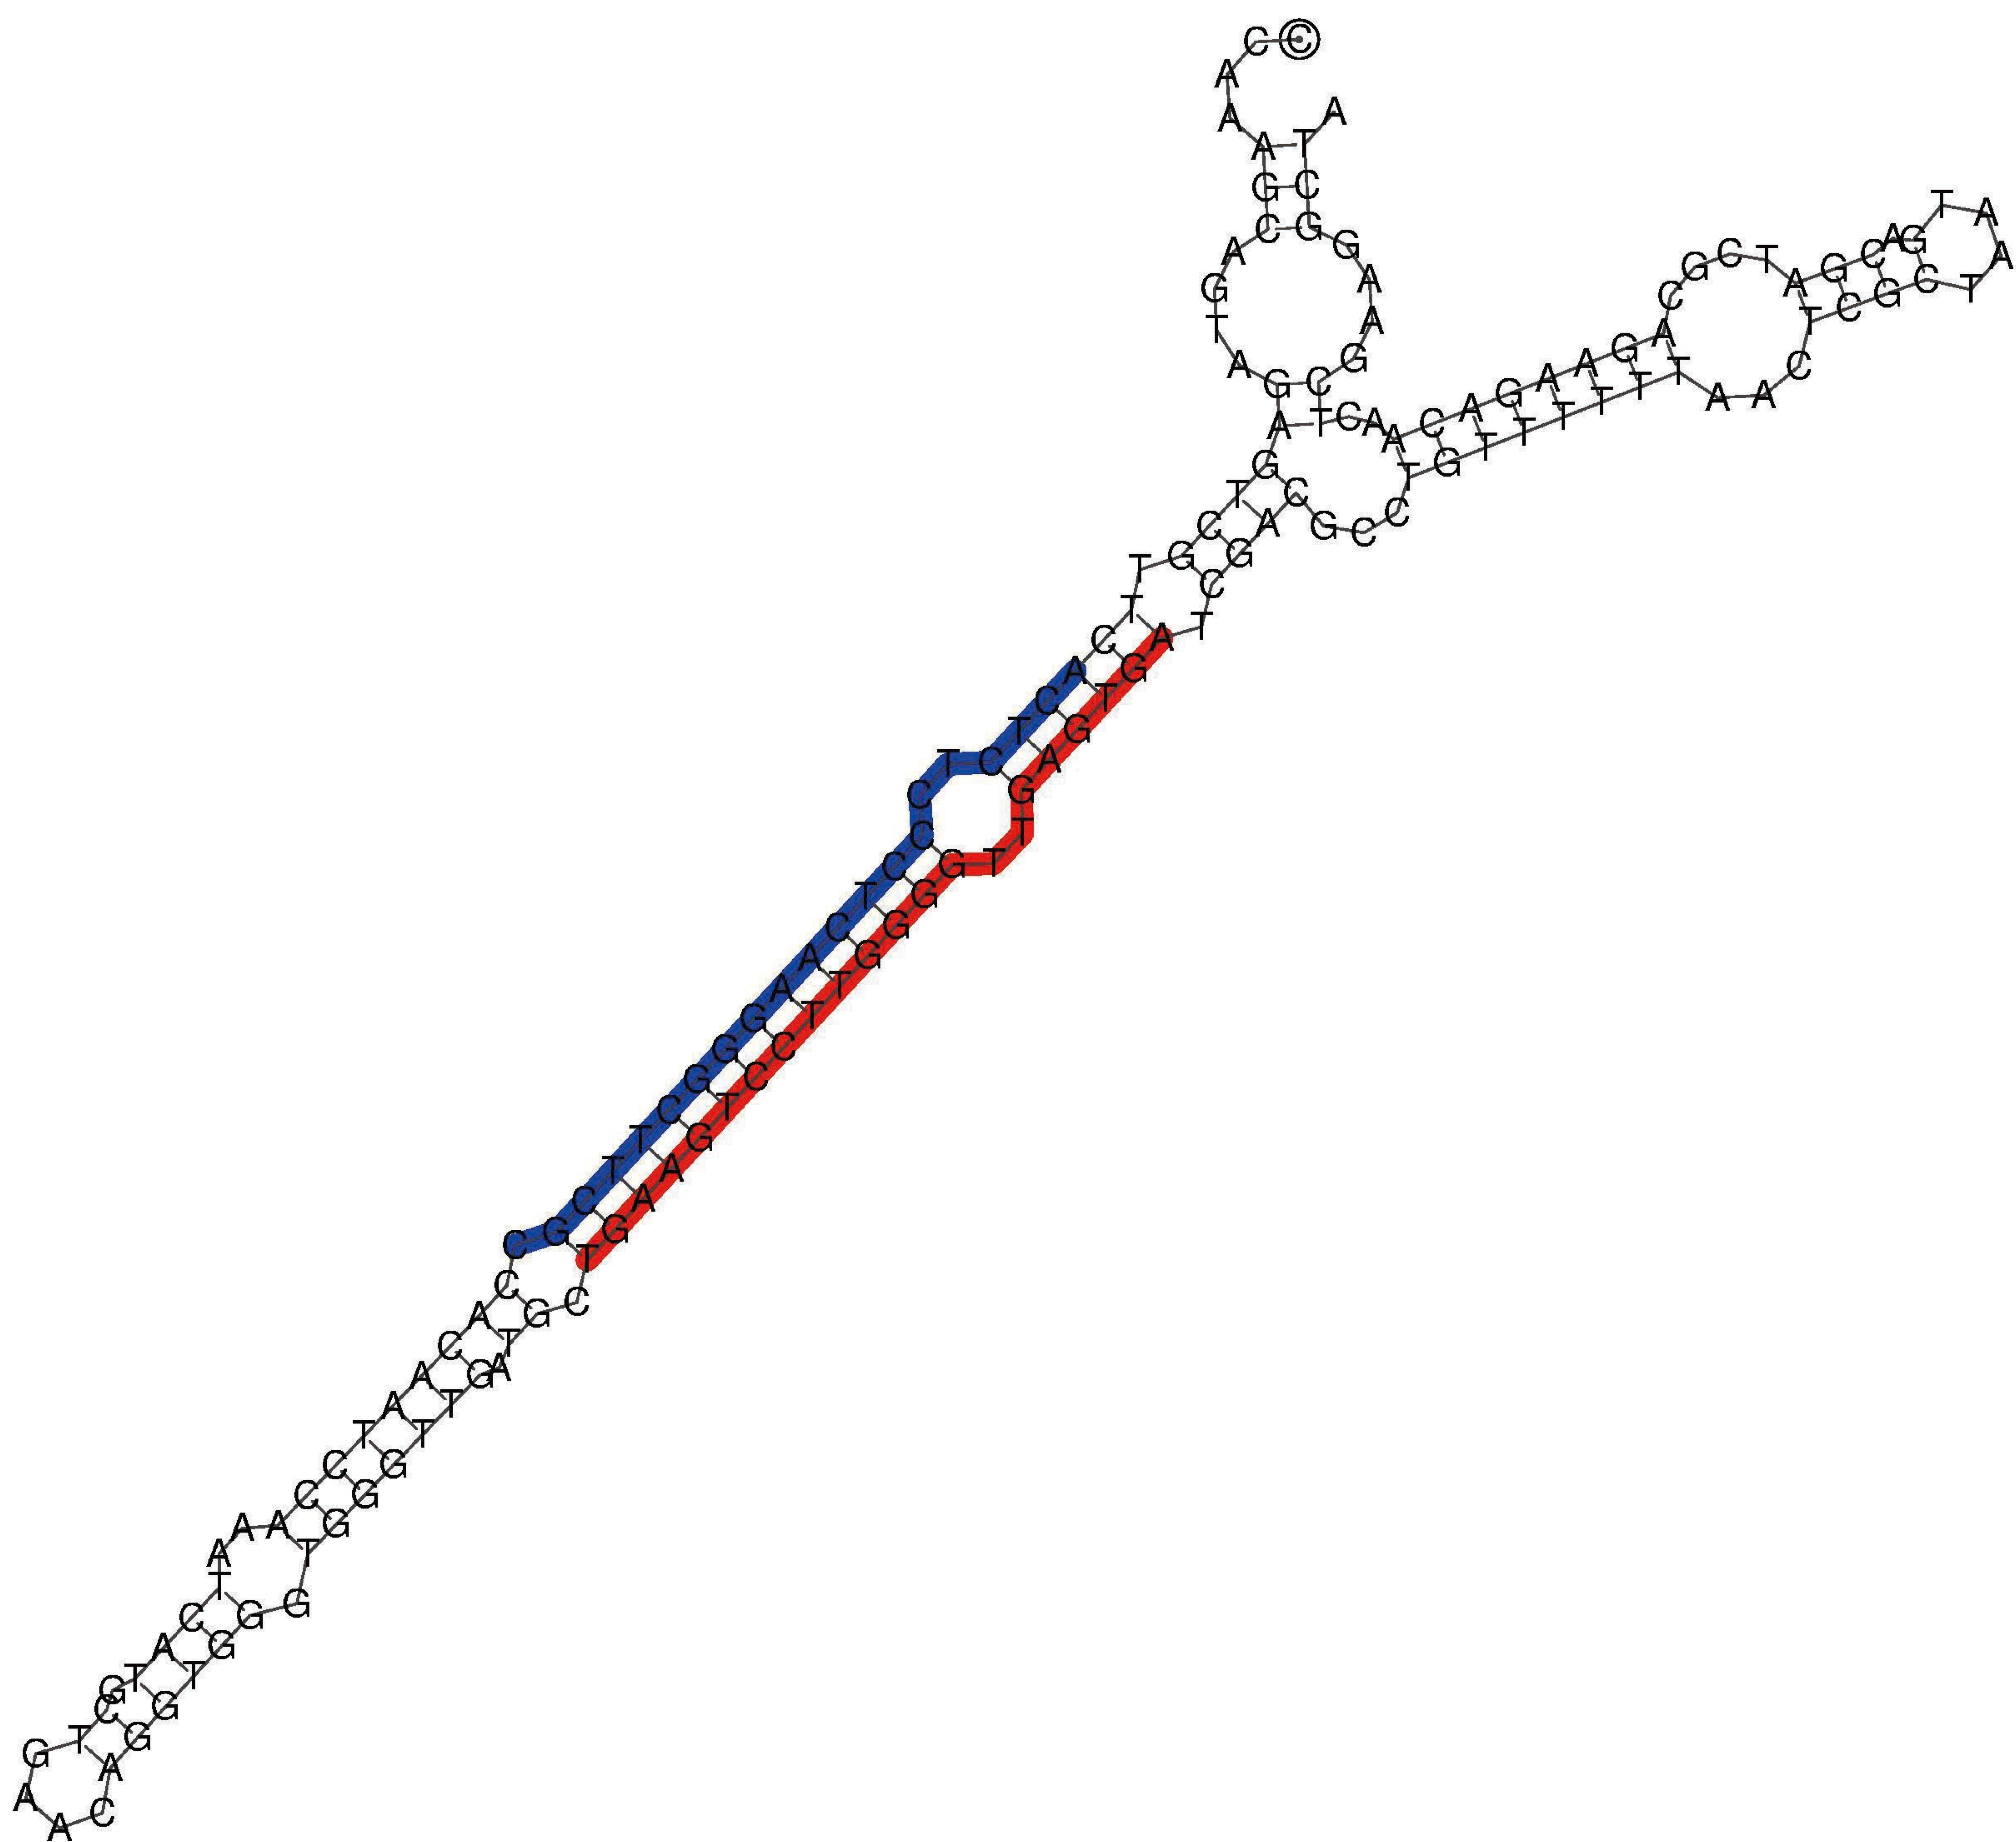

## Secondary structure for csi-miR473a-3p

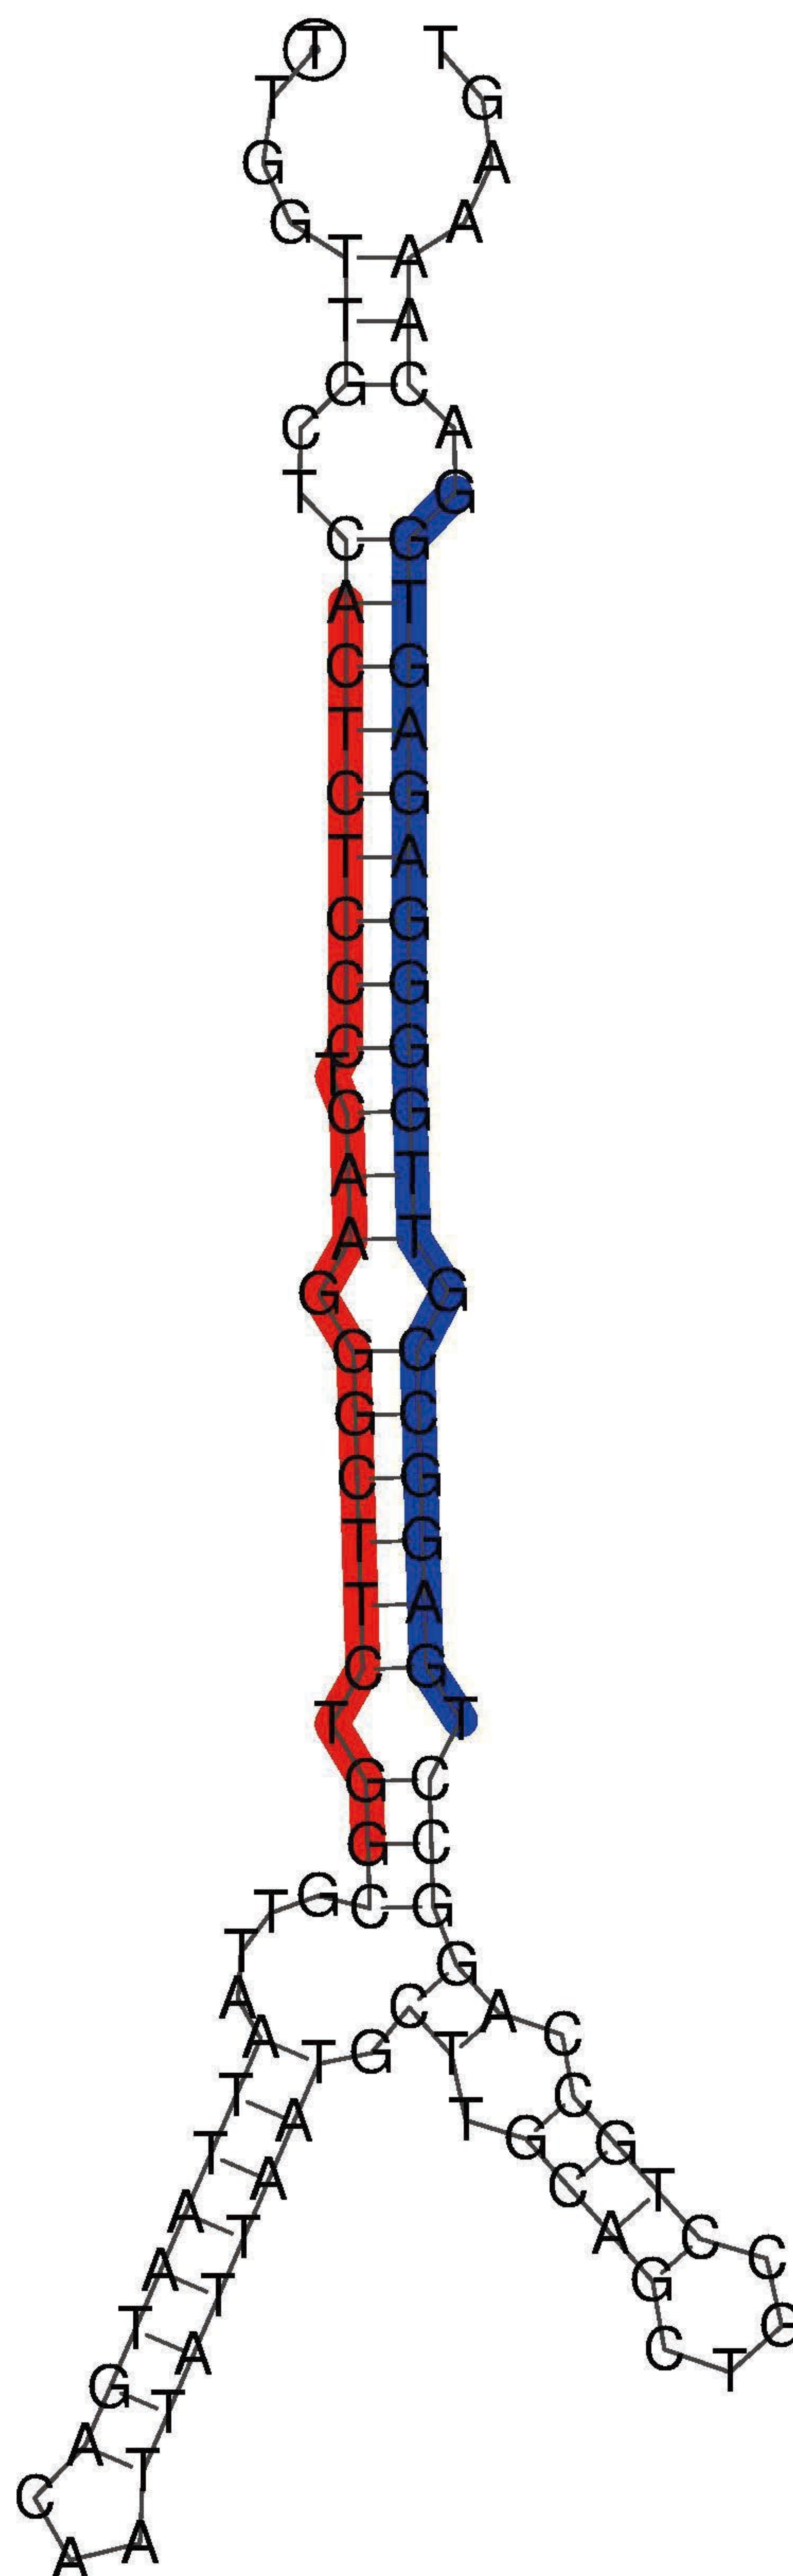

# Secondary structure for csi-miR477a

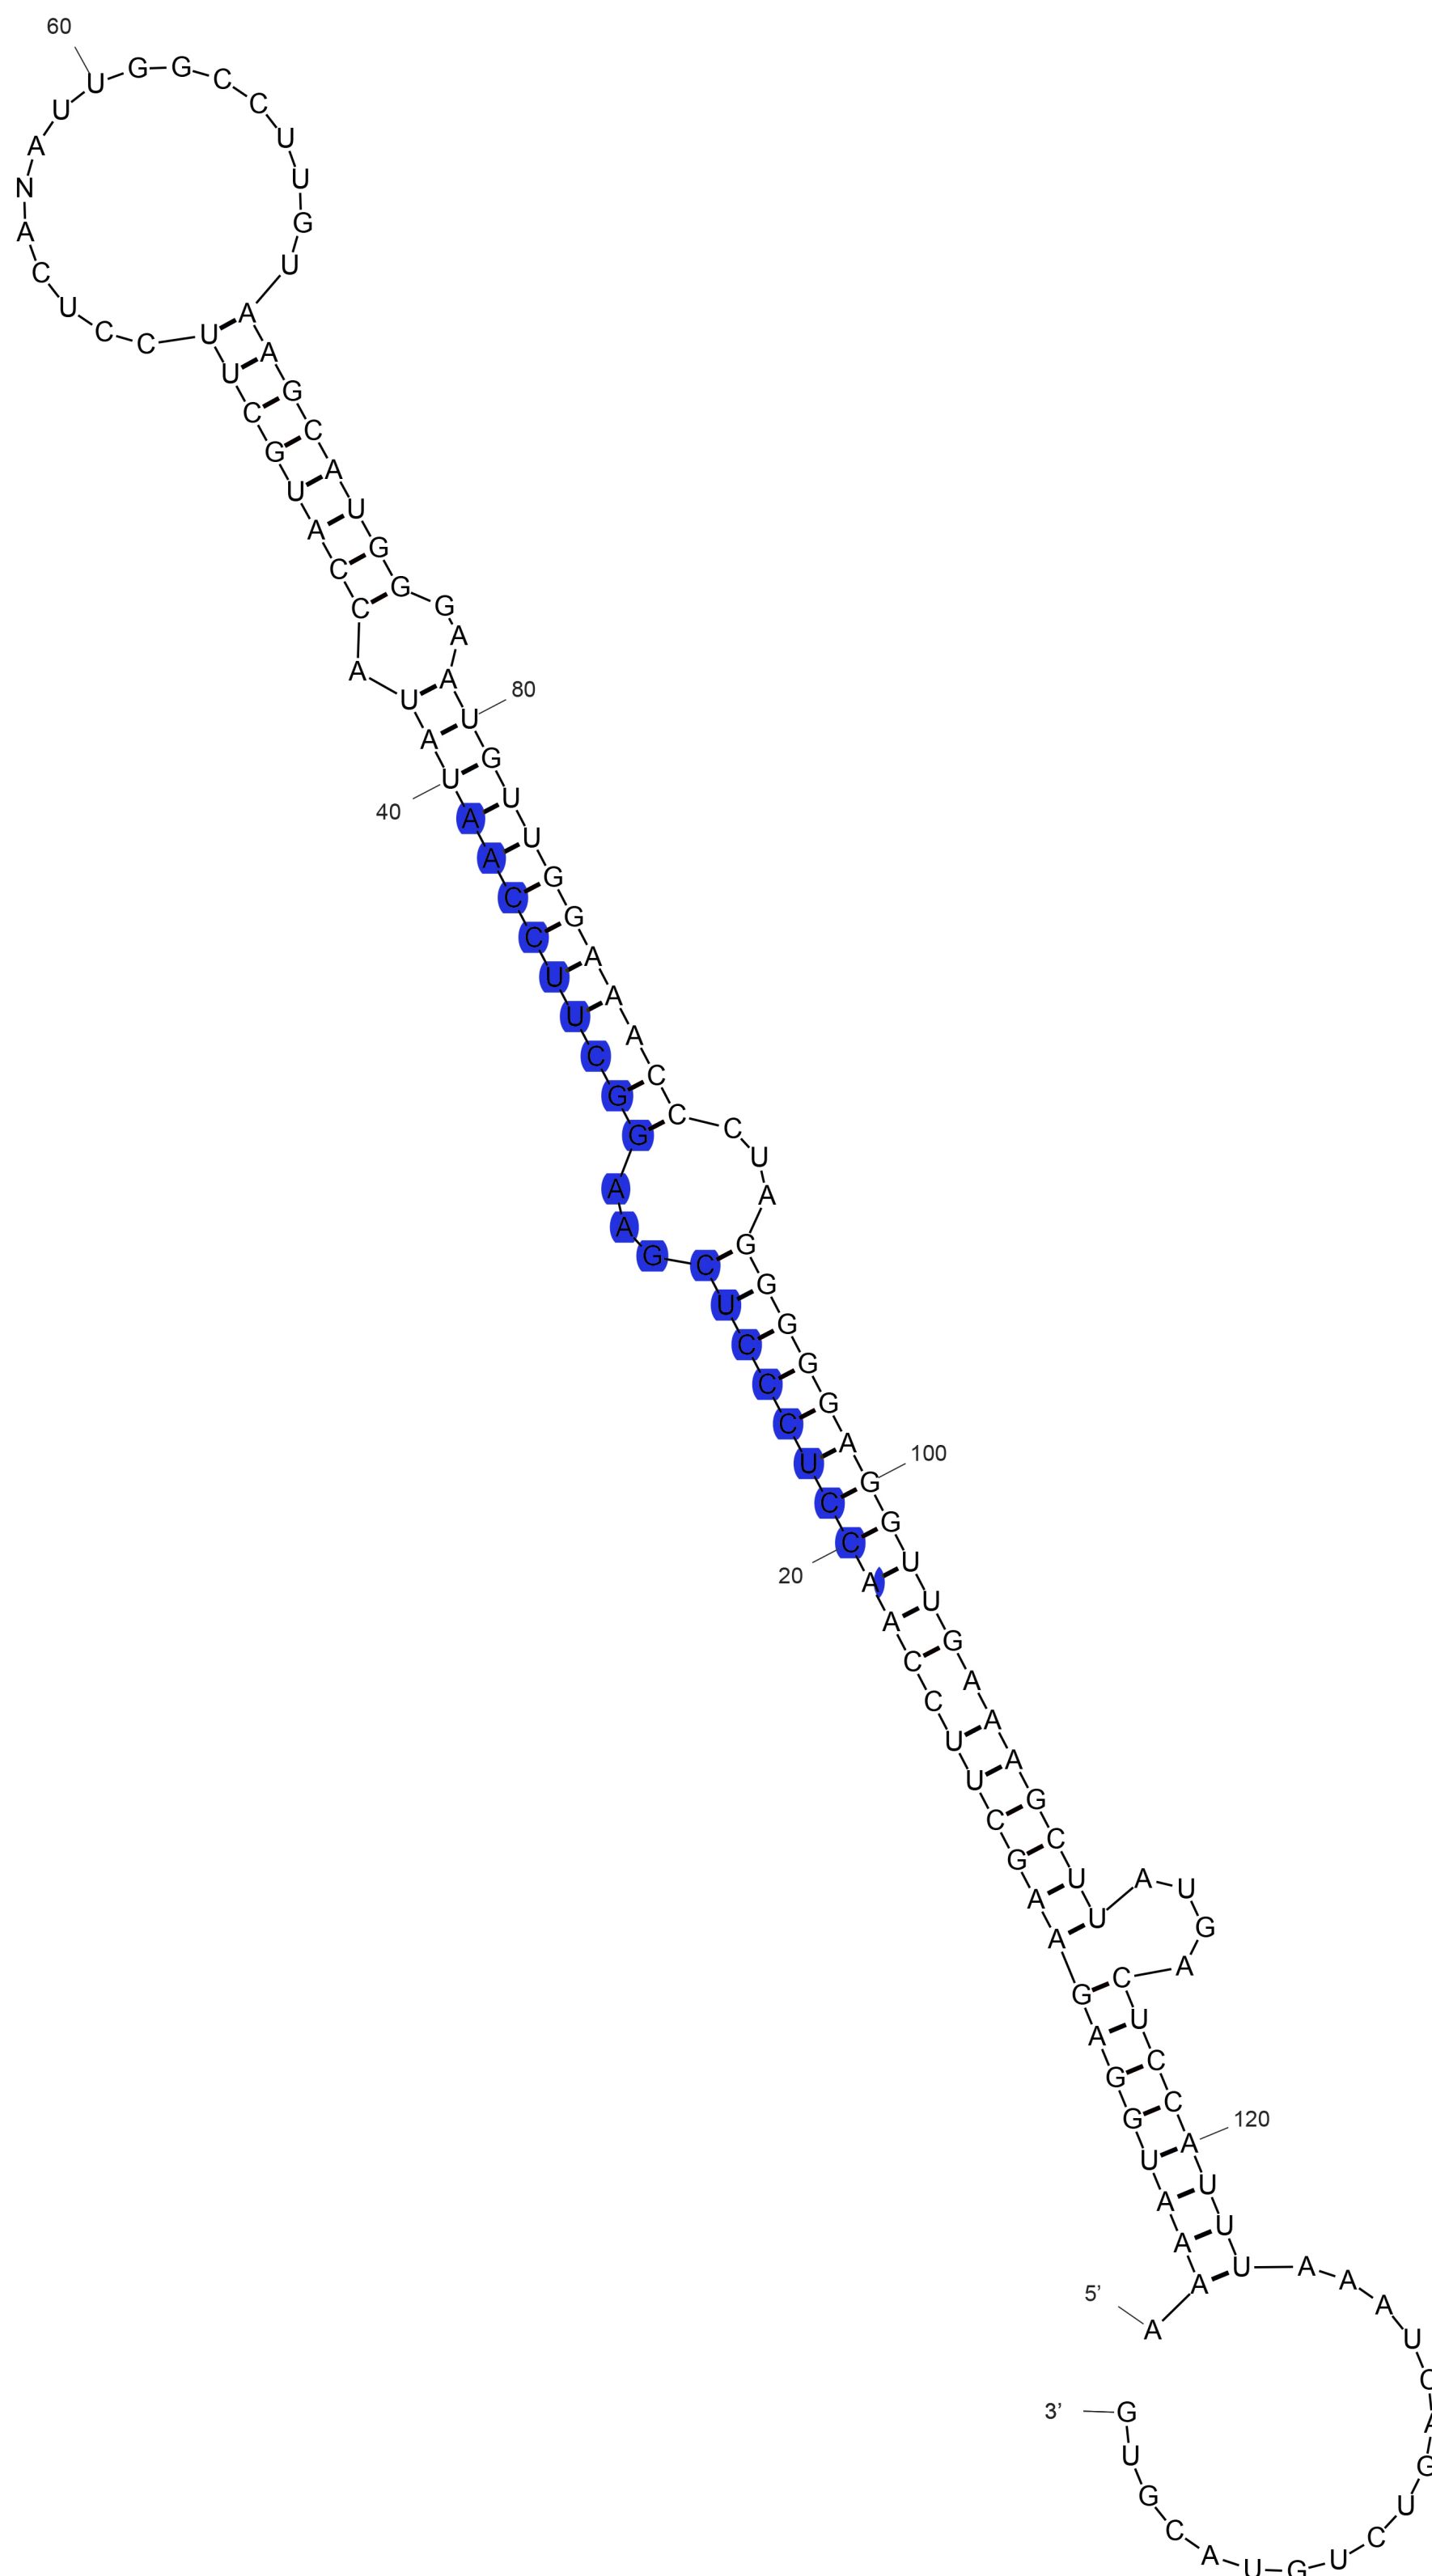

csi-miR477a

Secondary structure for csi-miR477b

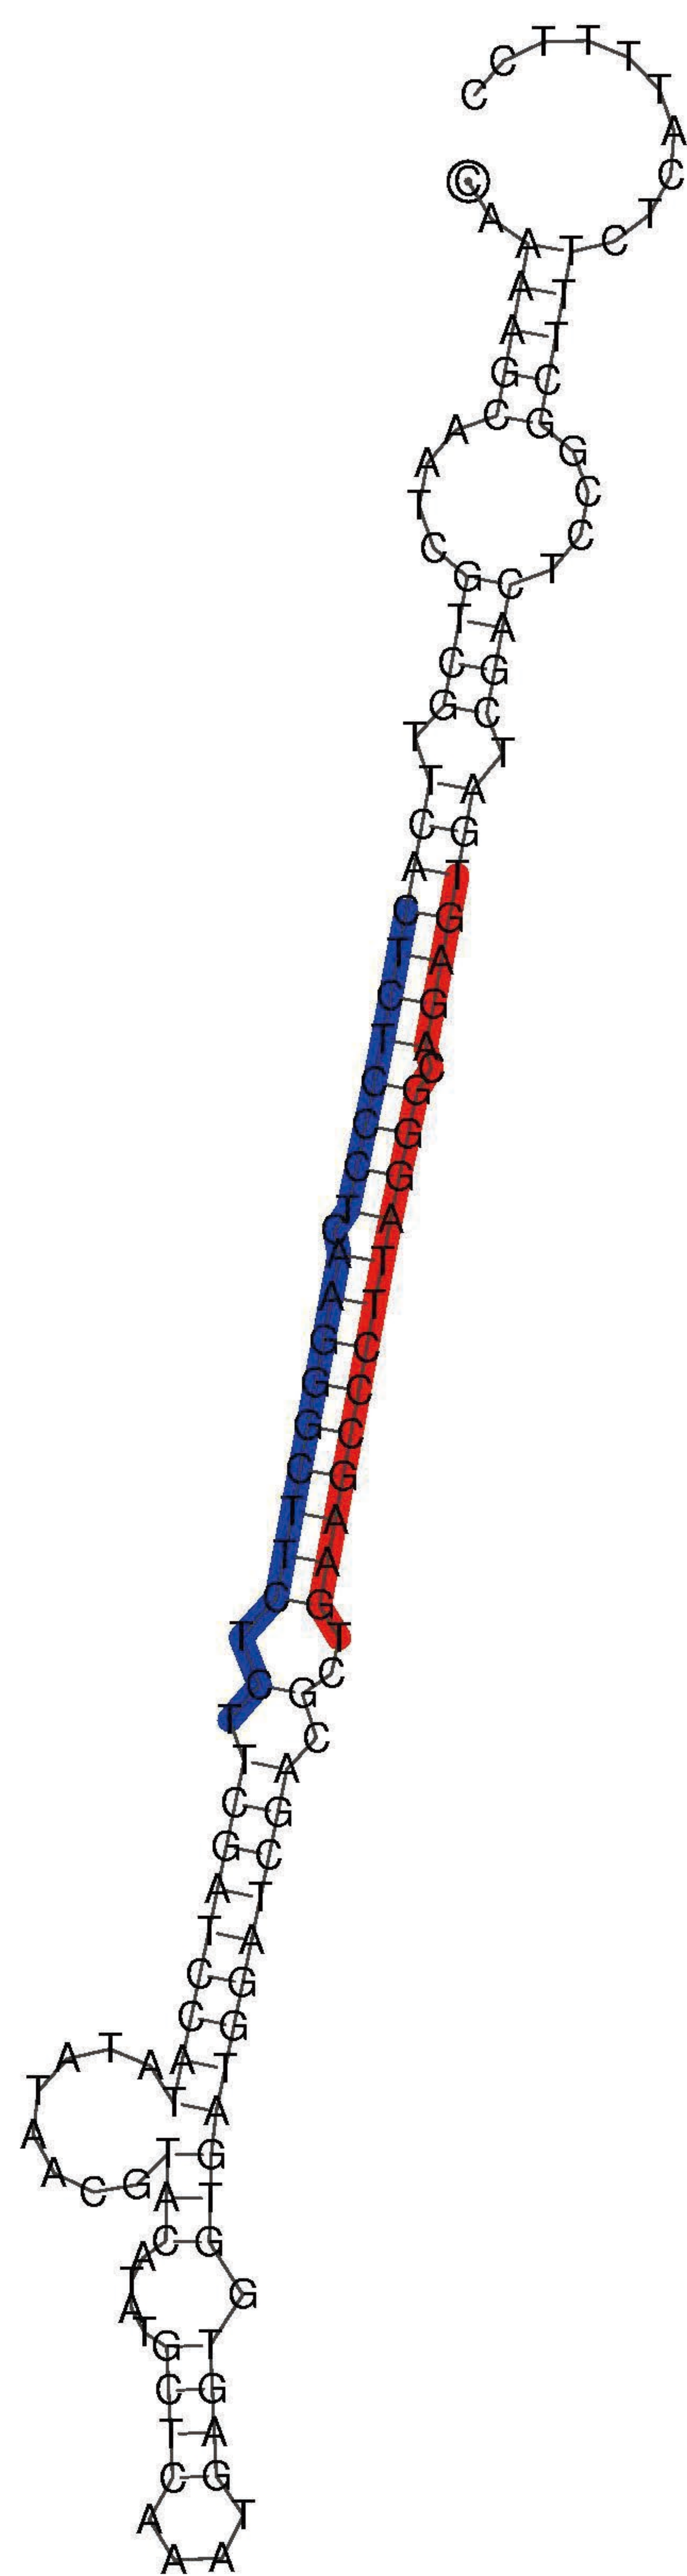

Secondary structure for csi-miR479

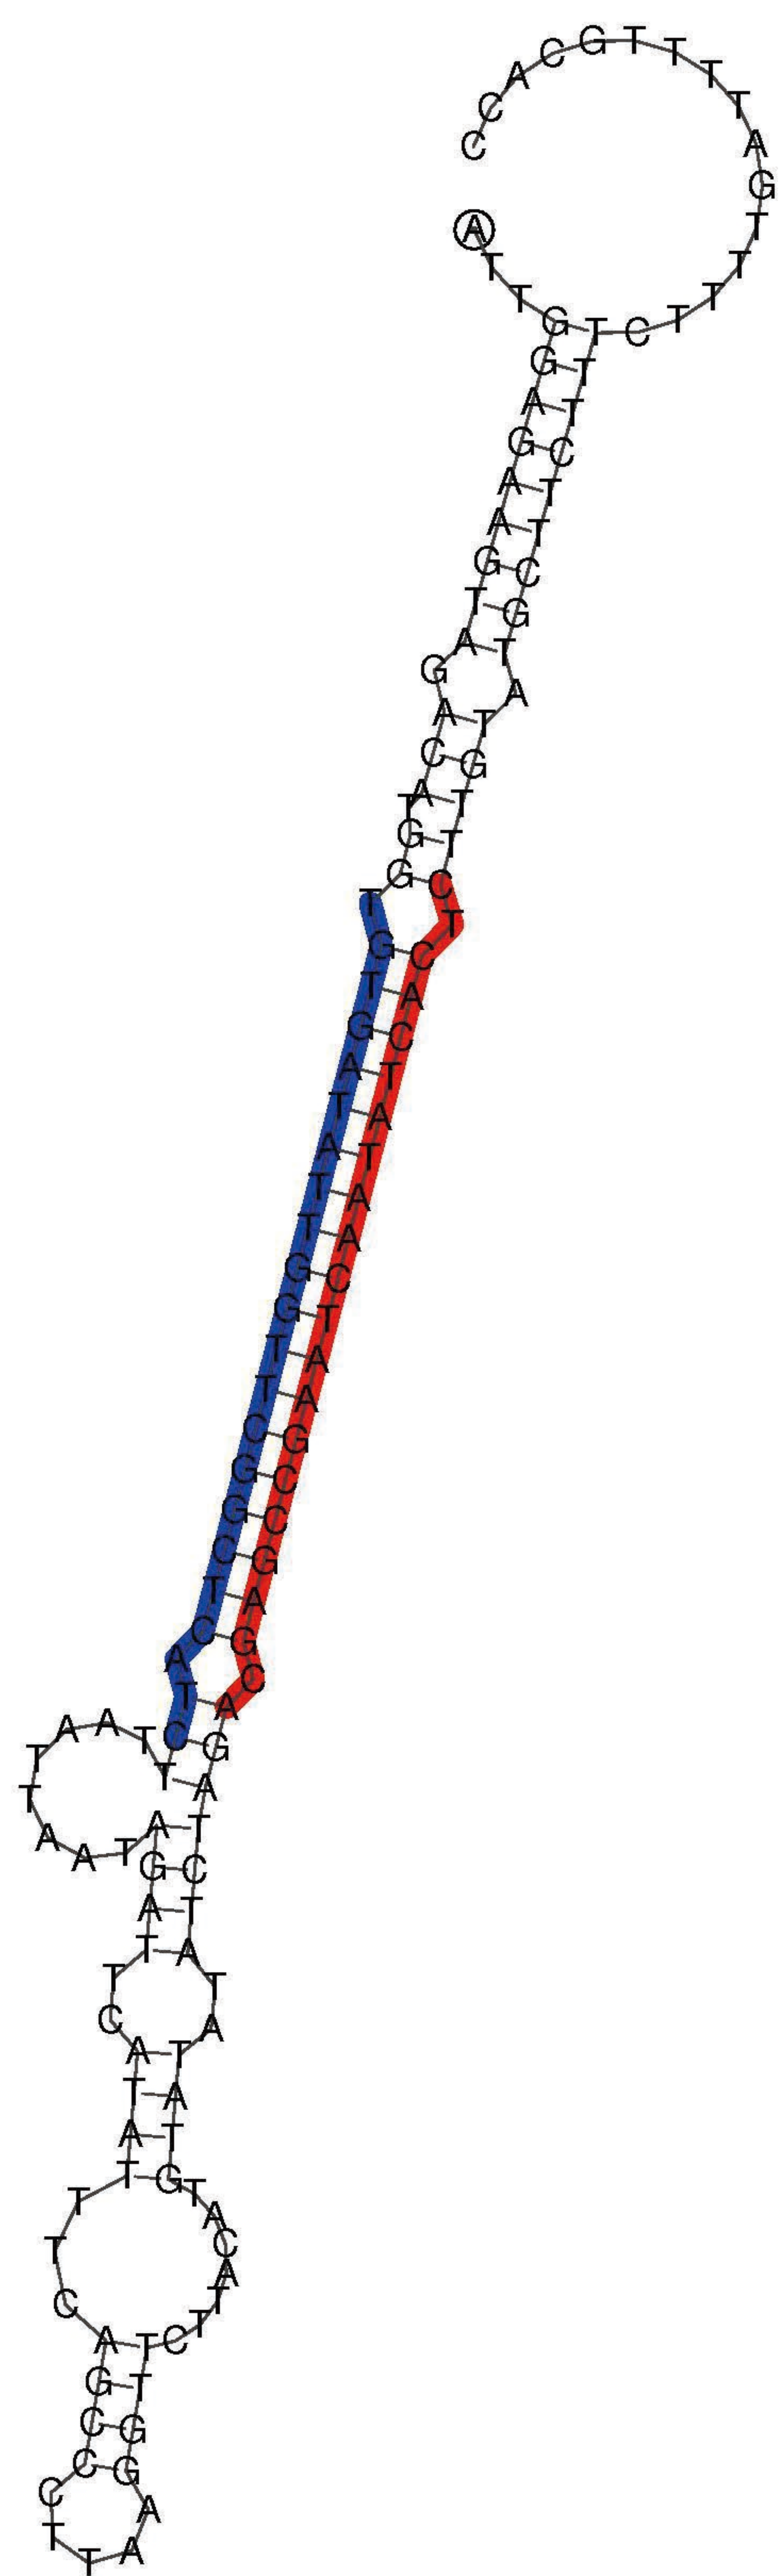

Secondary structure for csi-miR482

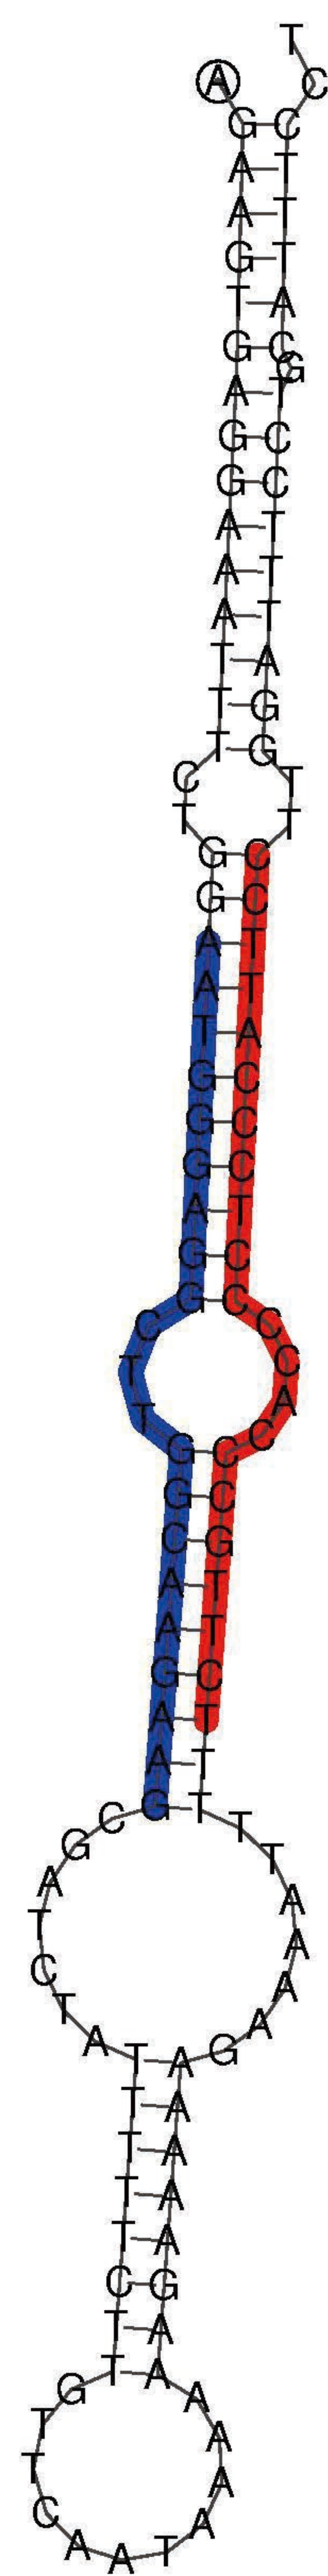

Secondary structure for csi-miR482a-3p

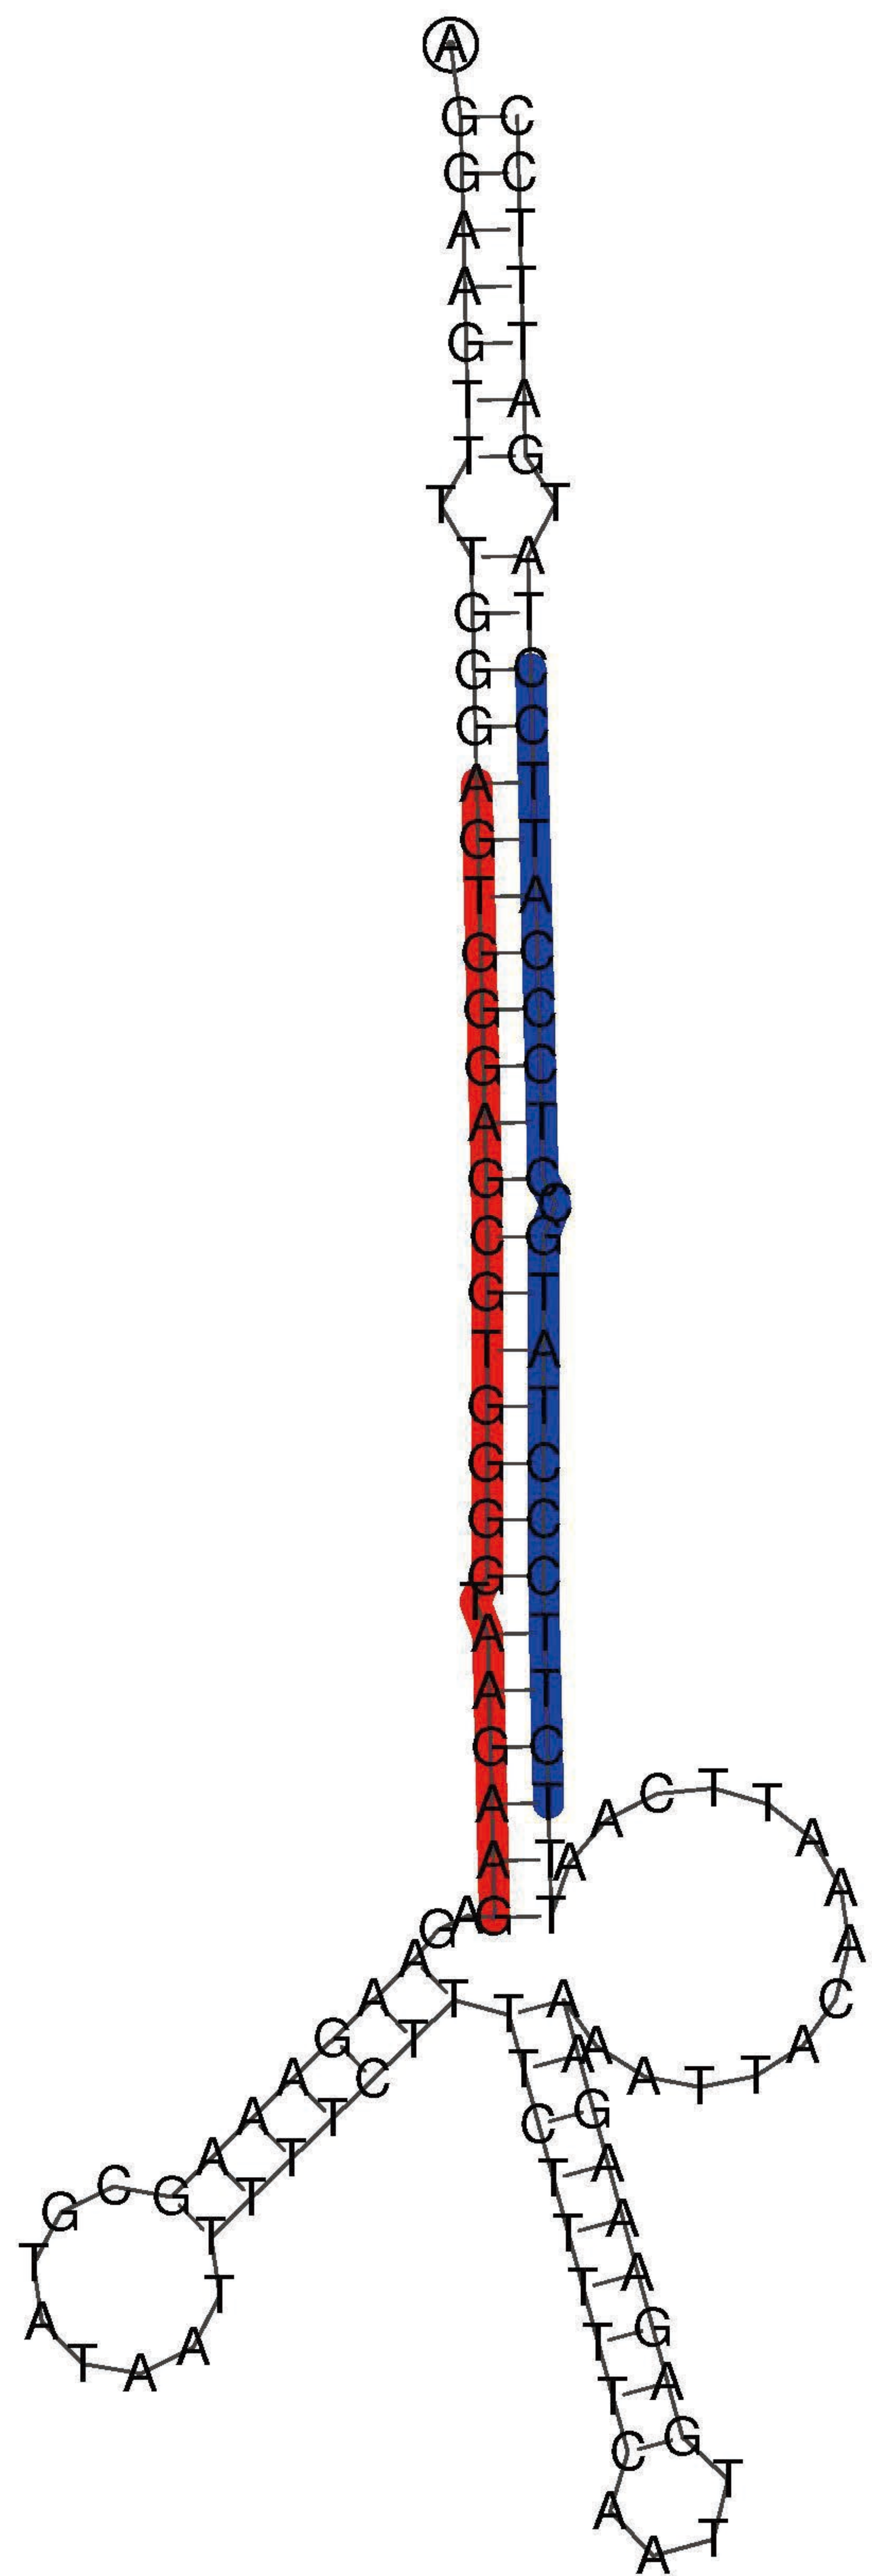

Secondary structure for csi-miR482a-5p

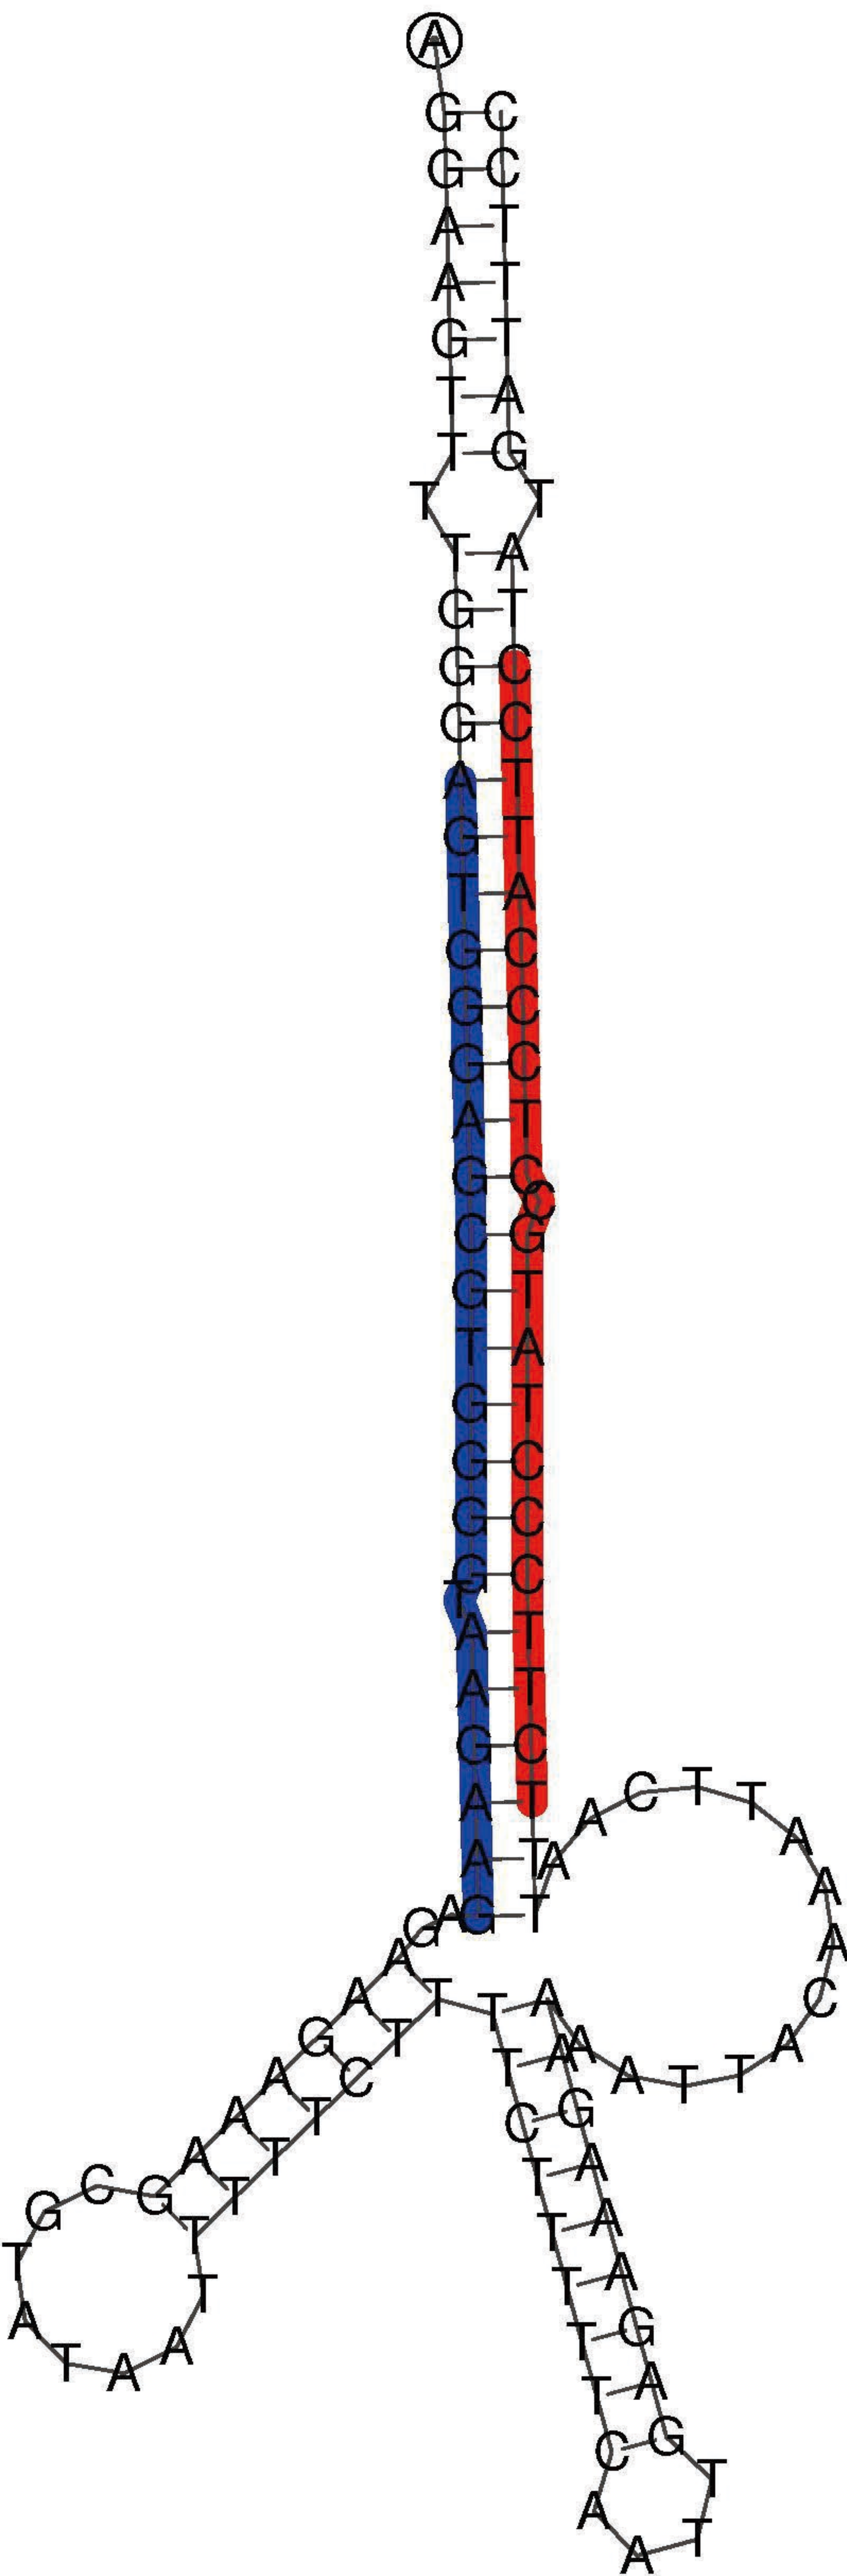

### Secondary structure for csi-miR482b

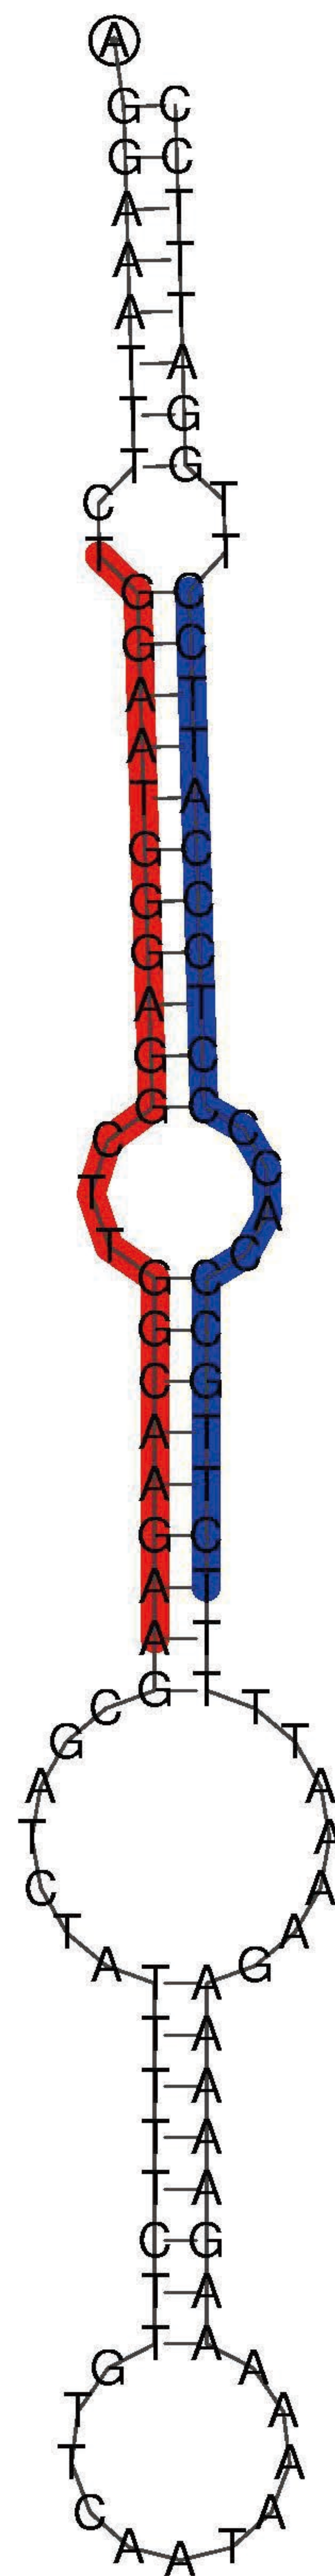

Secondary structure for csi-miR482b-5p

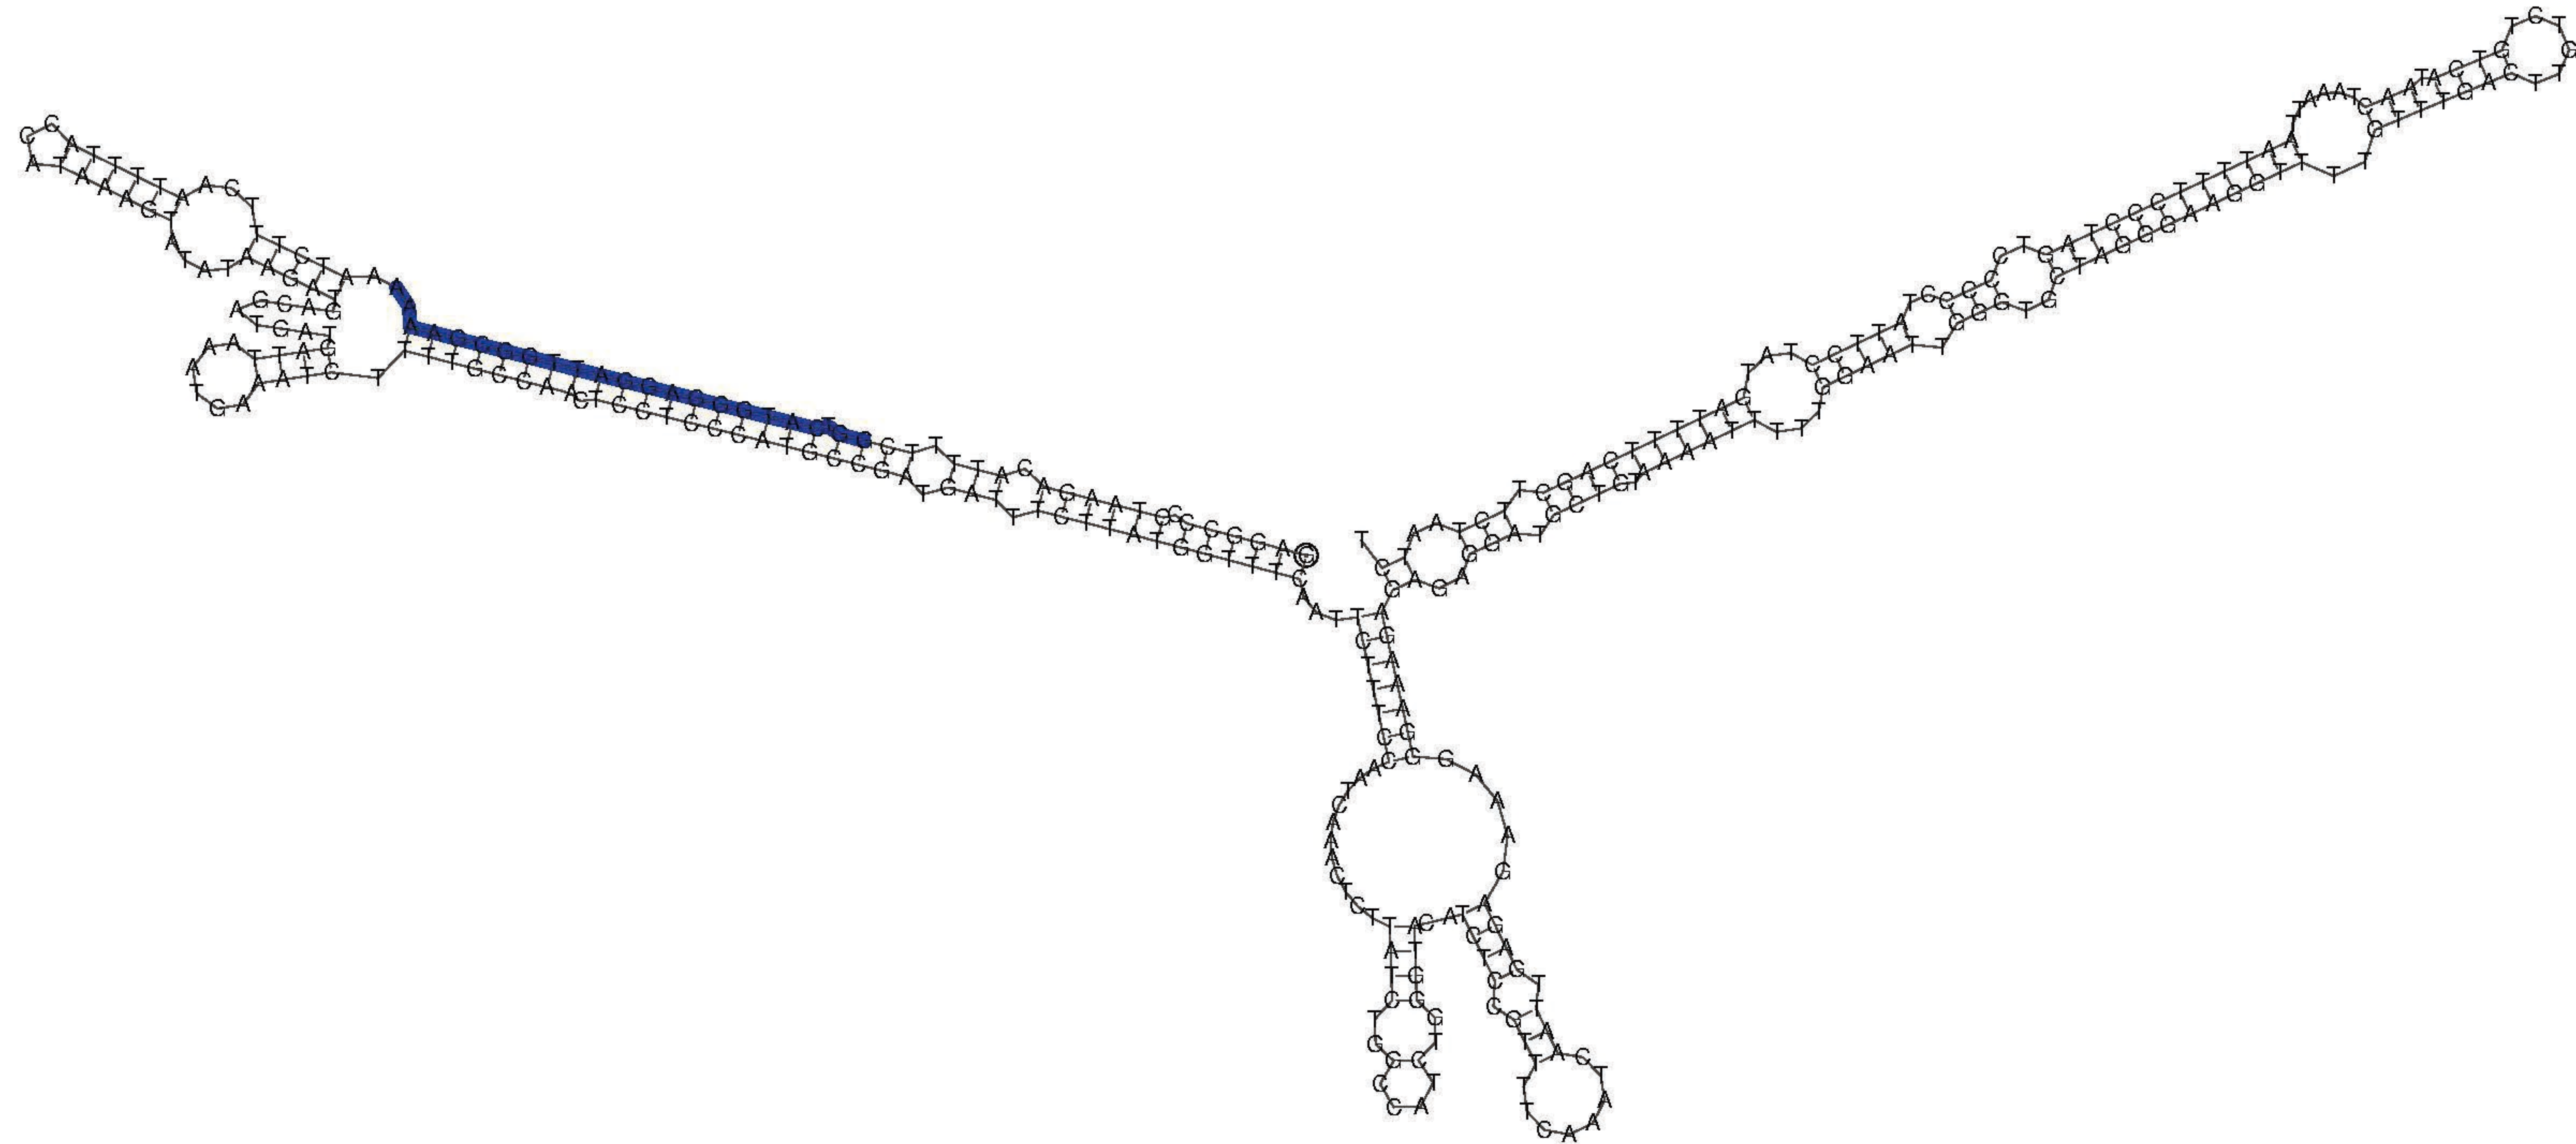

Secondary structure for csi-miR482c

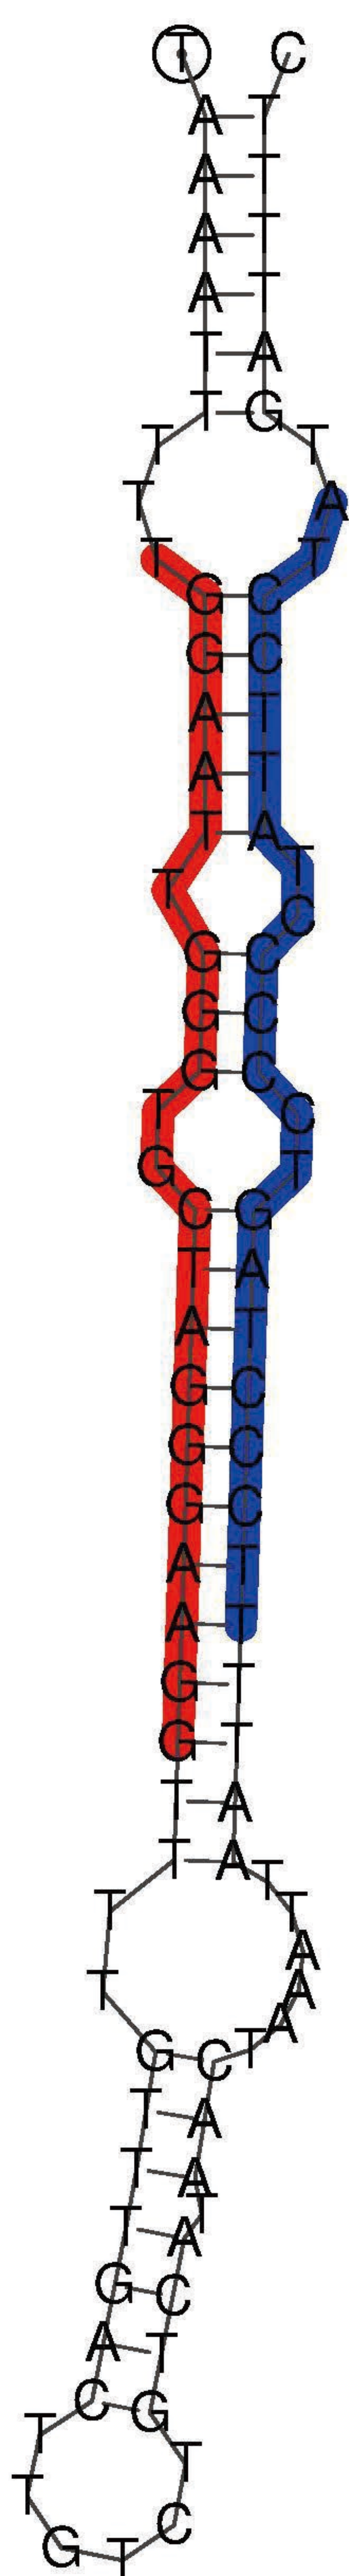

Secondary structure for csi-miR5021

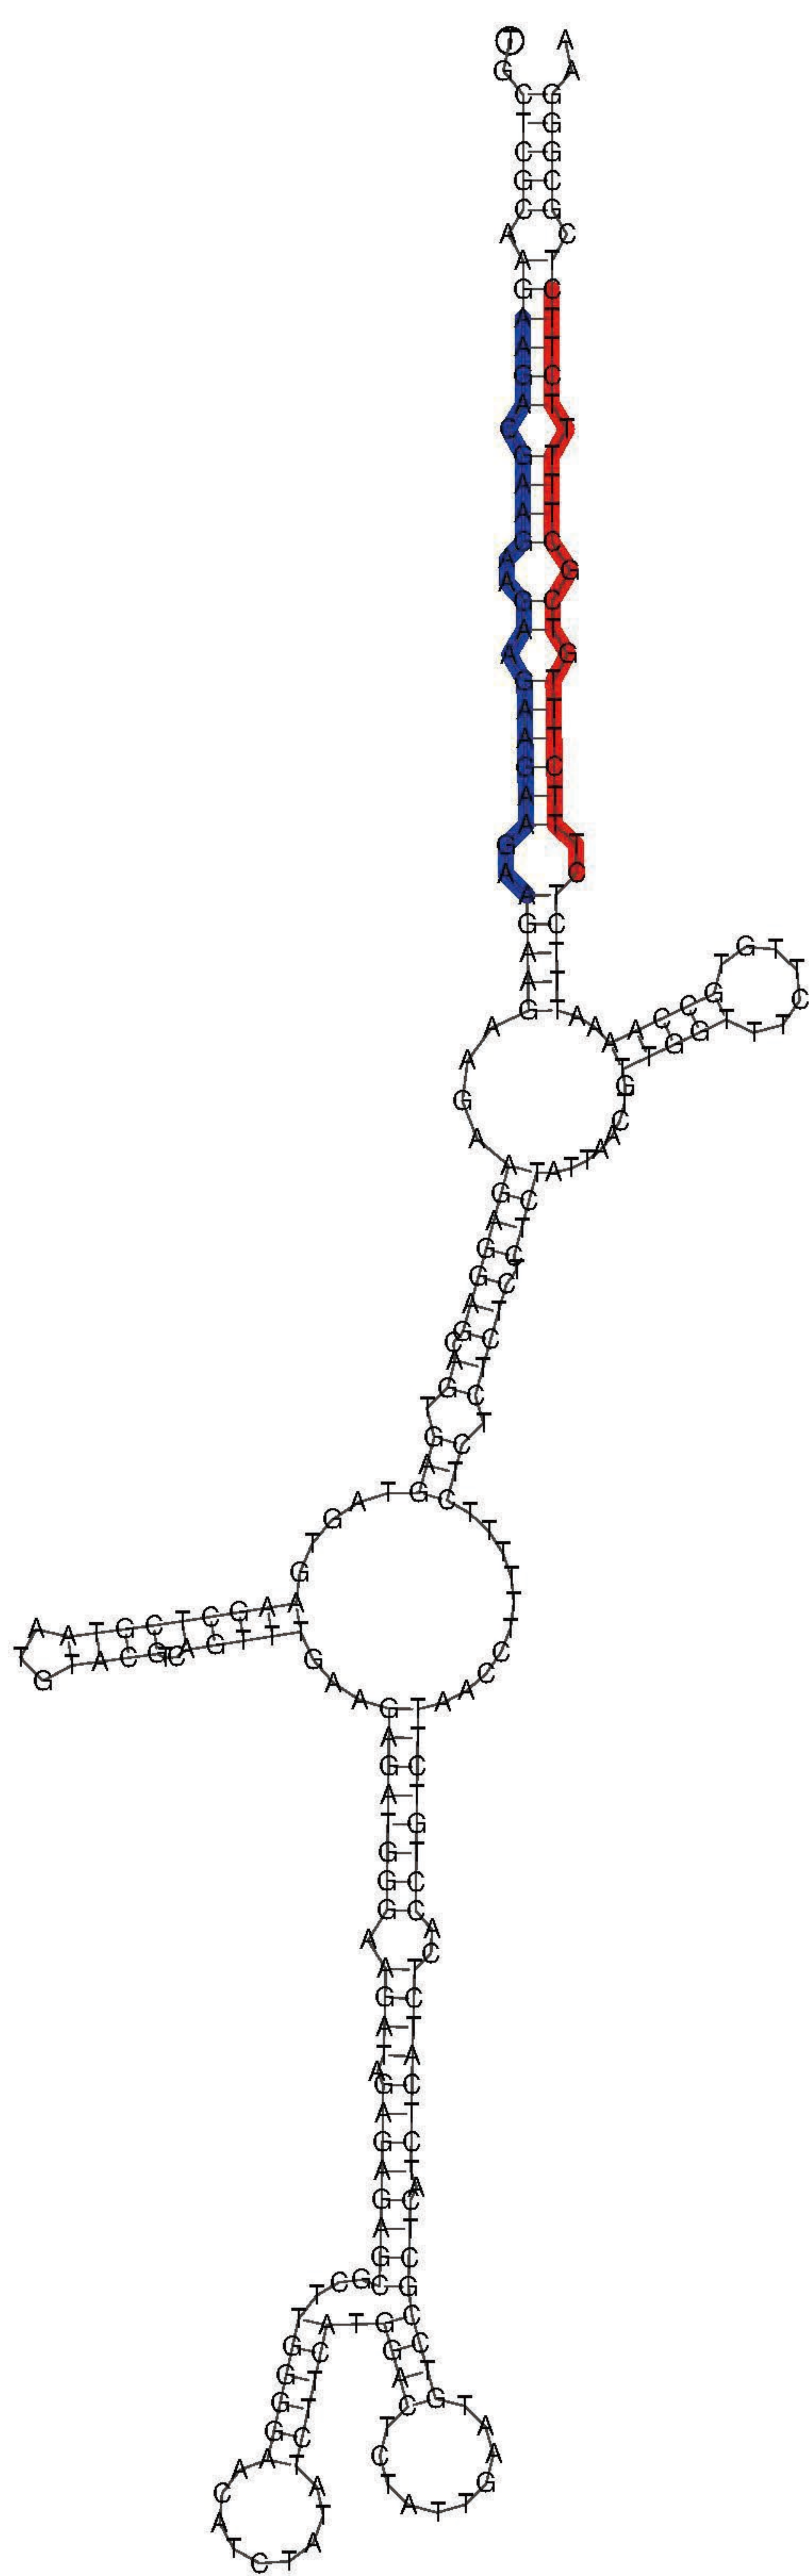

Secondary structure for csi-miR5179

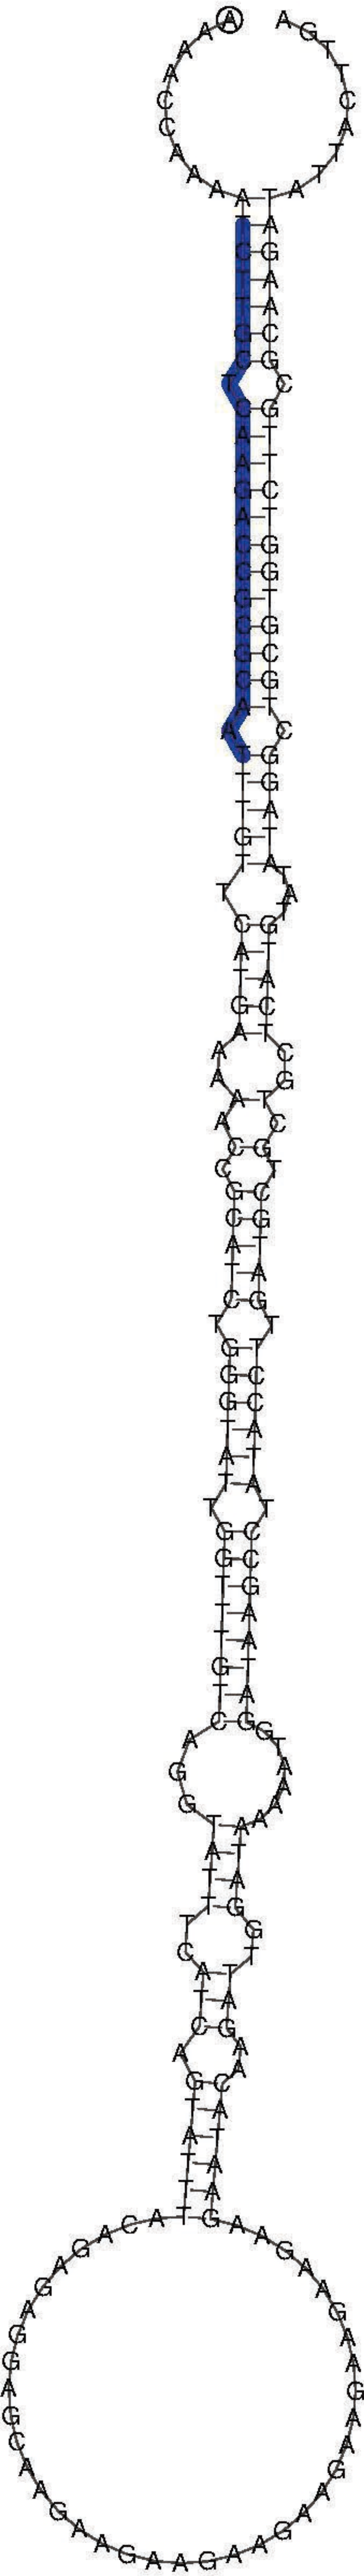

## Secondary structure for csi-miR5227

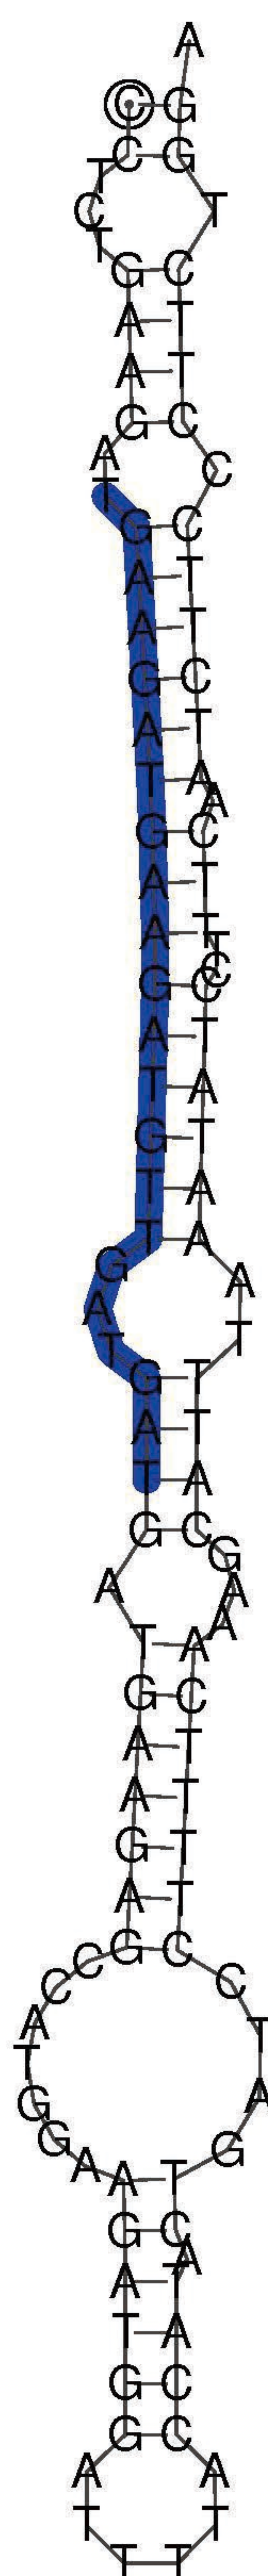

Secondary structure for csi-miR5293

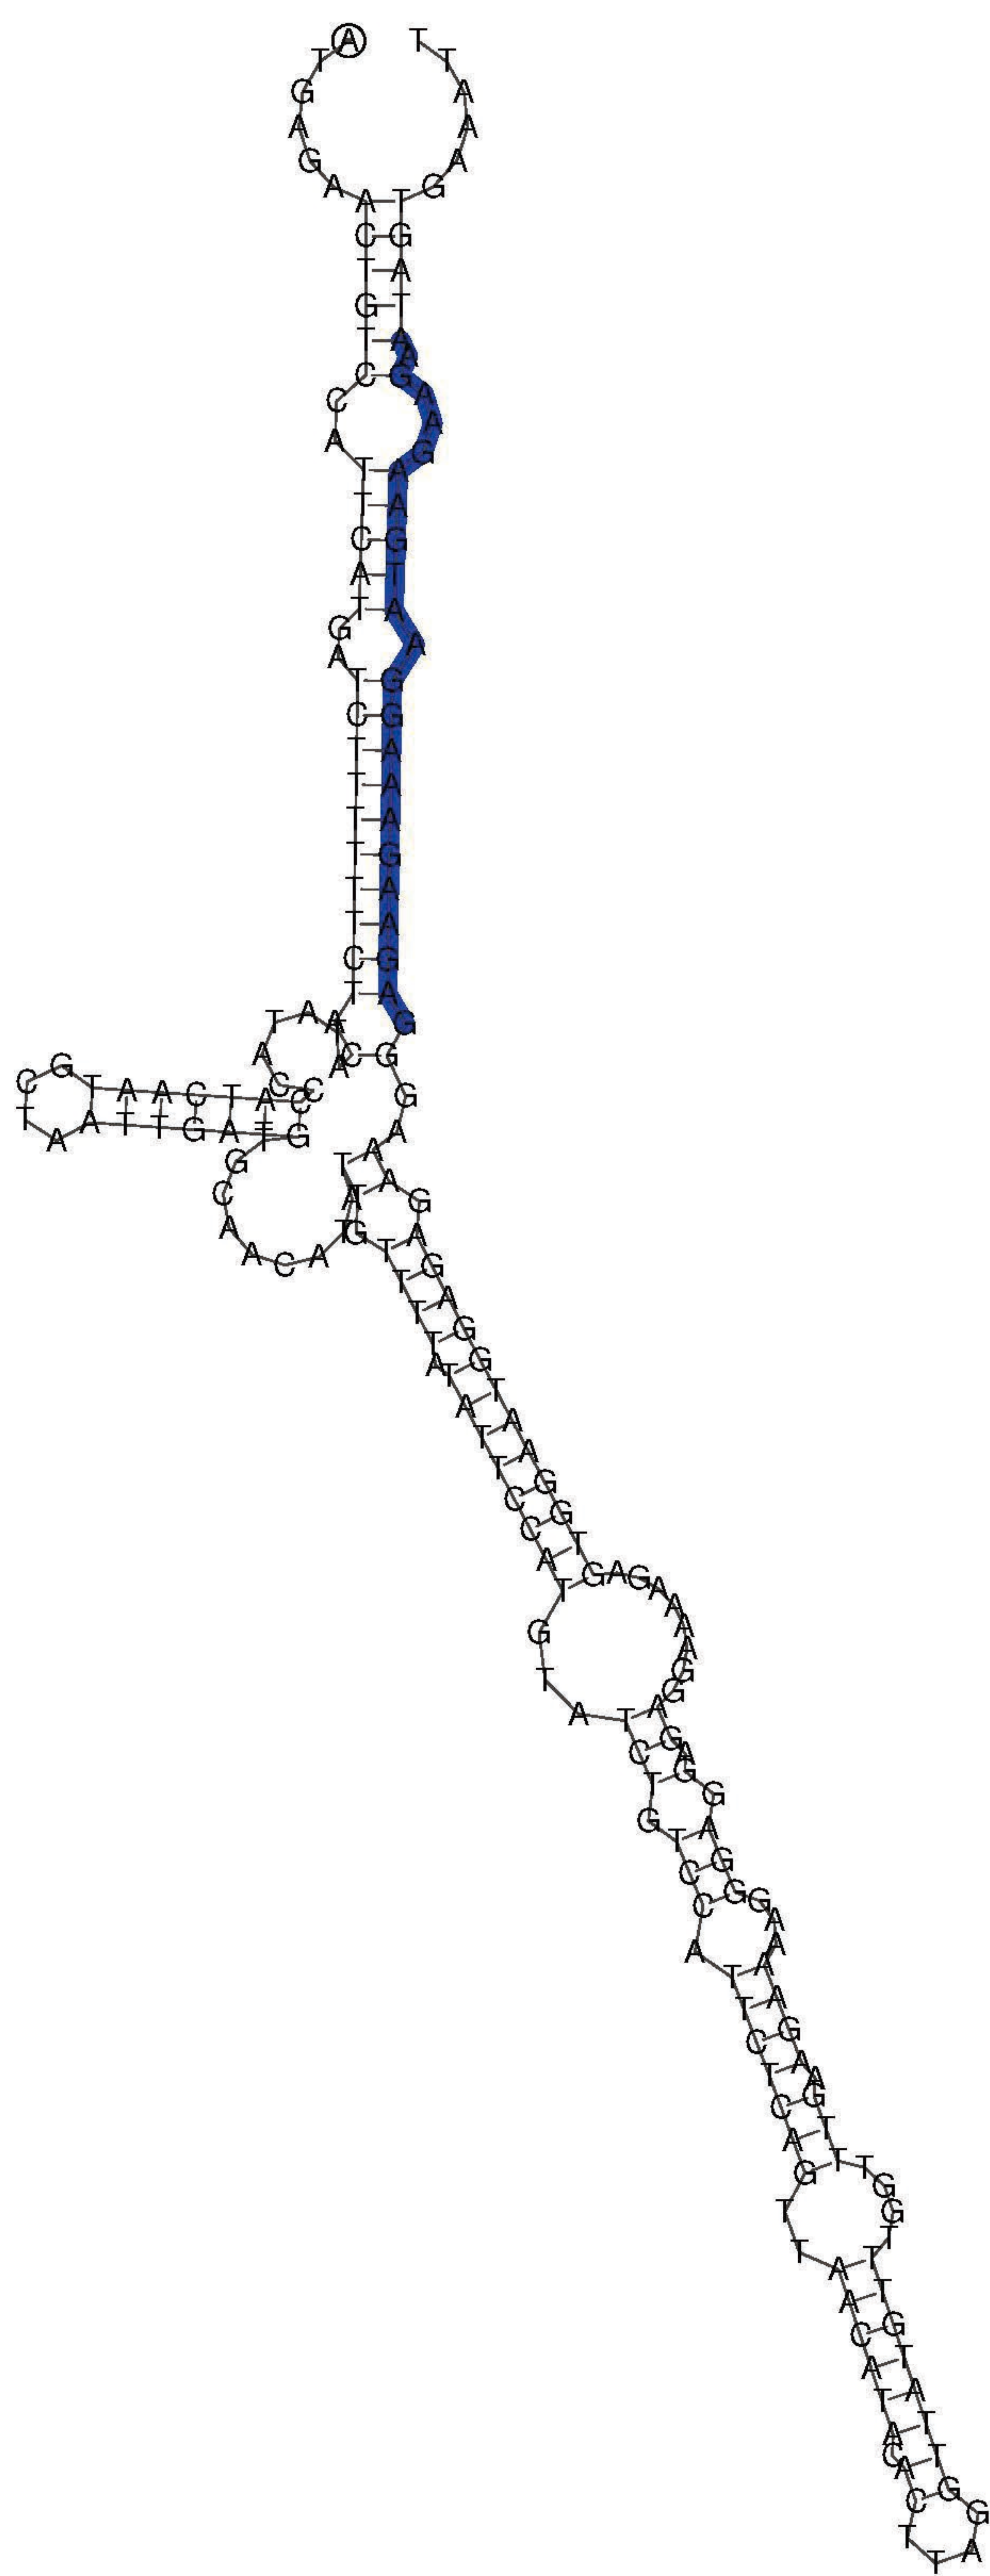

Secondary structure for csi-miR5298b

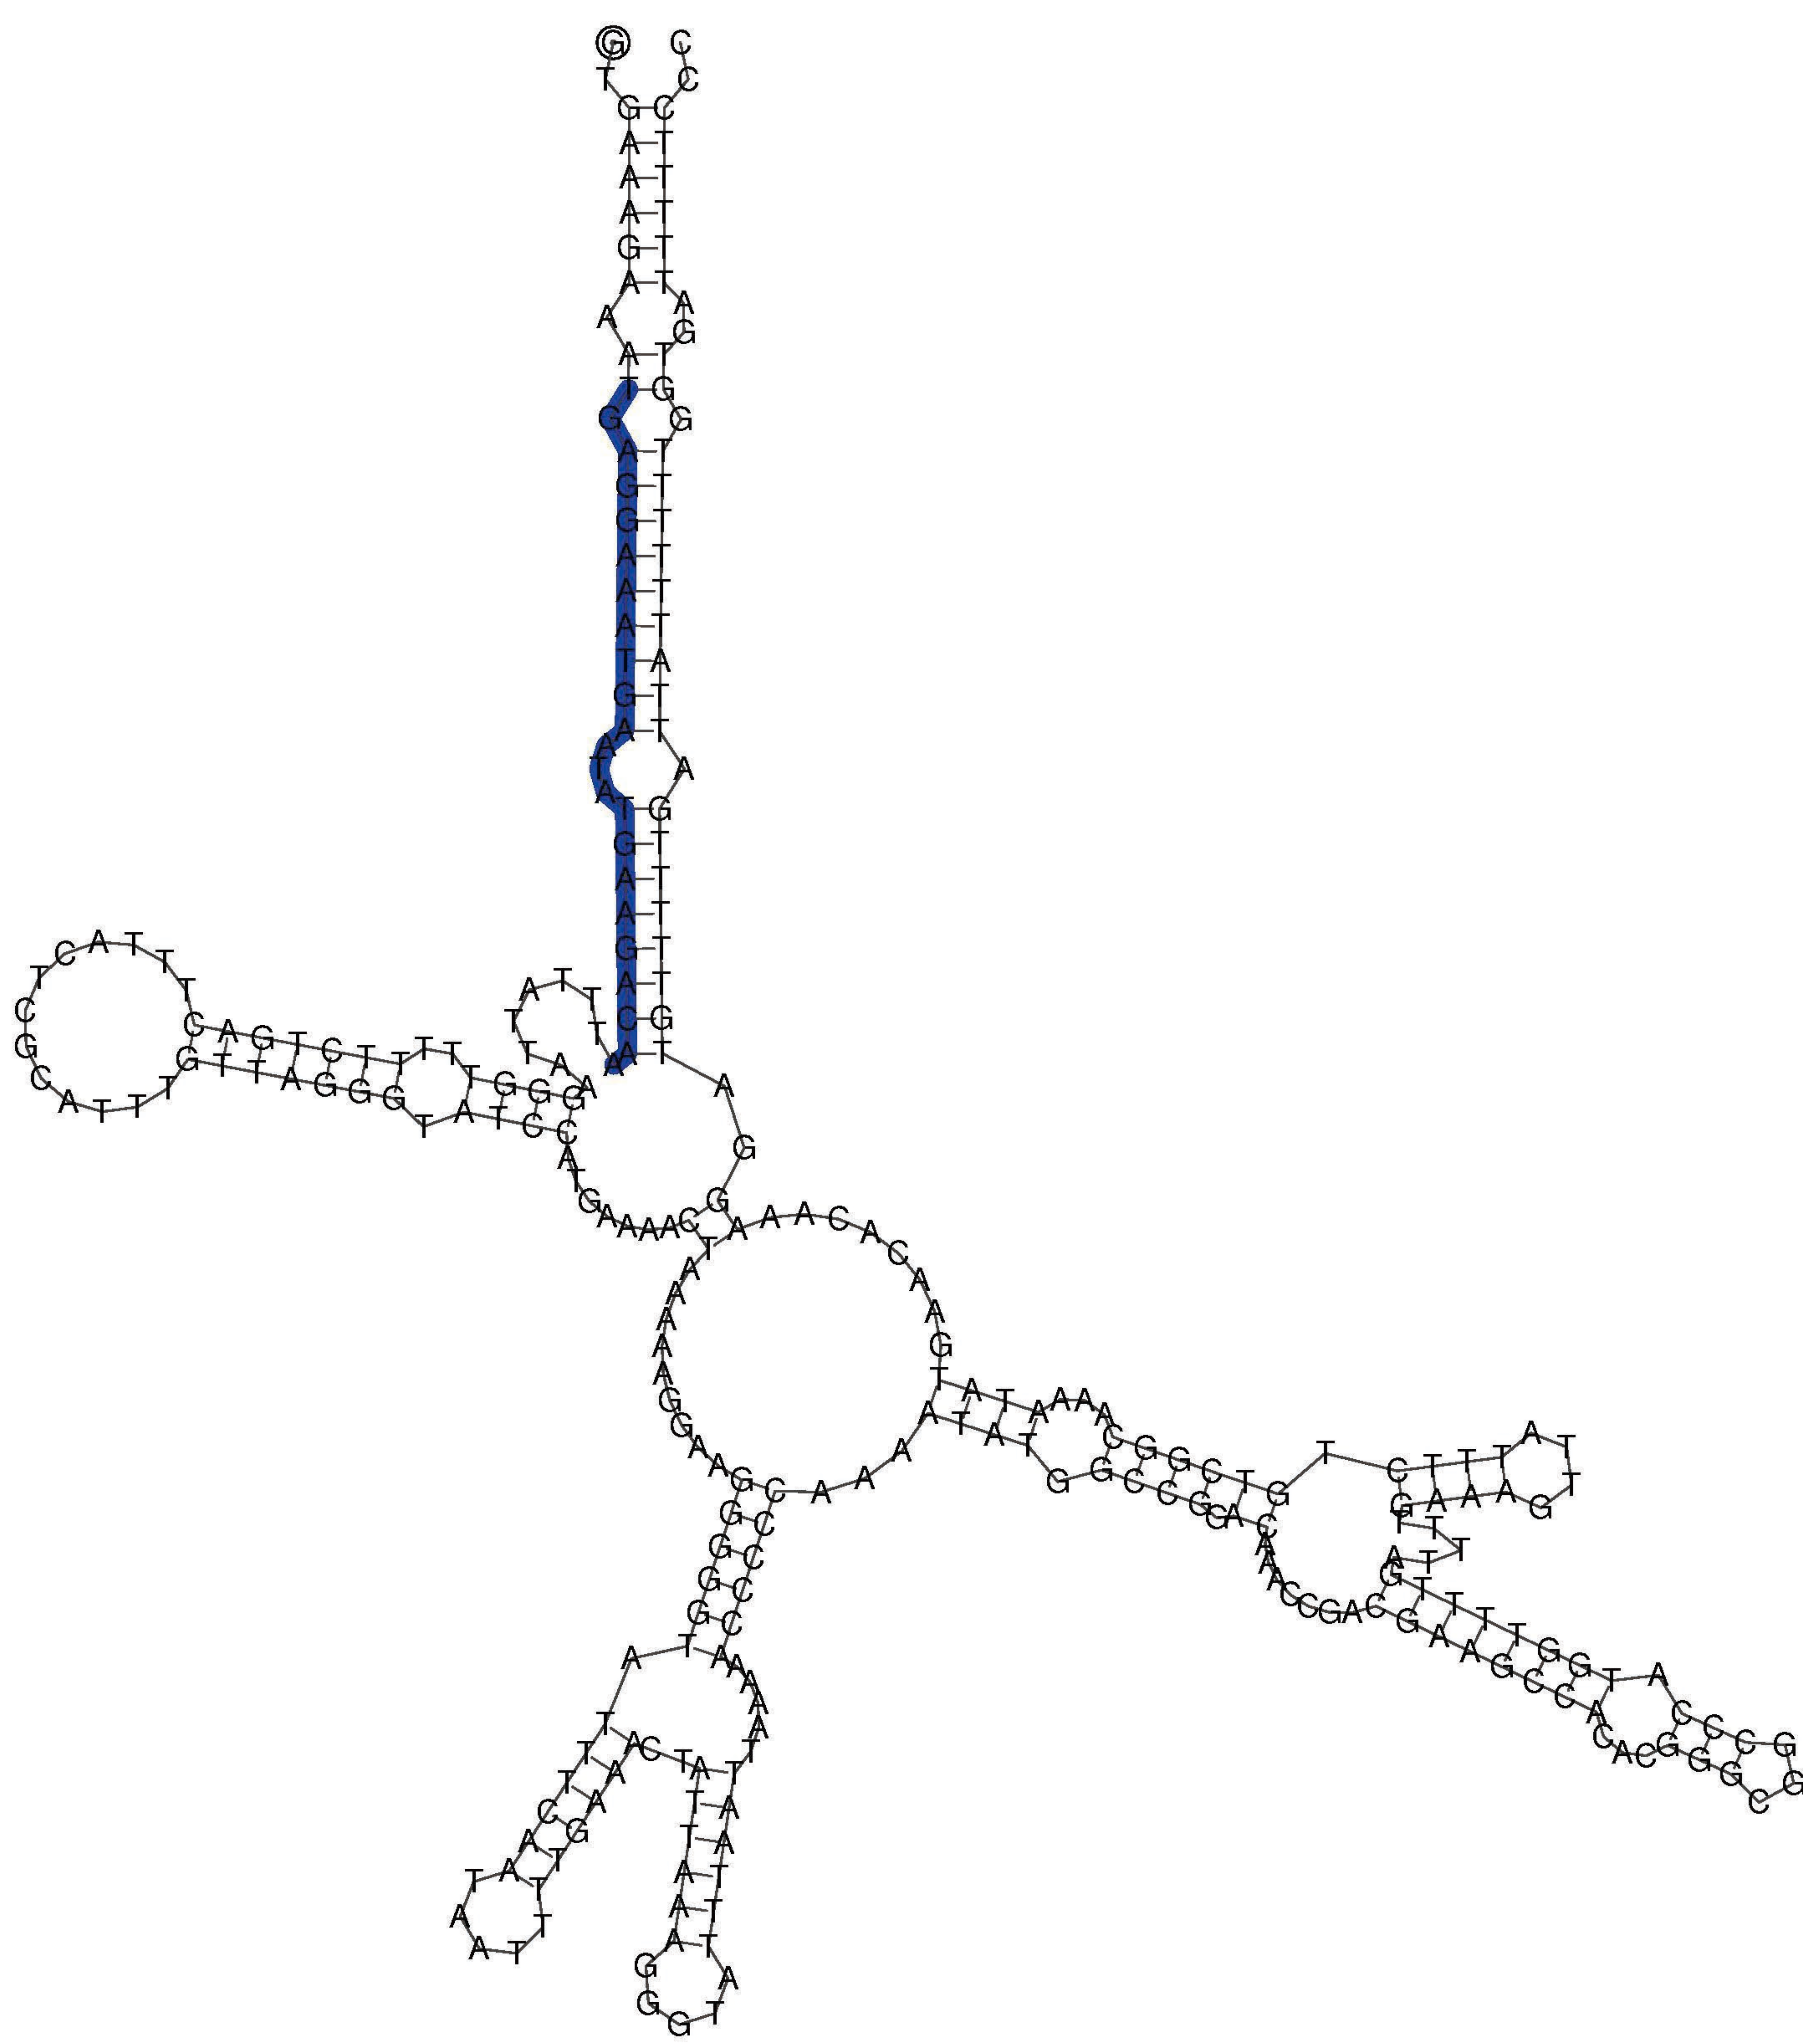

Secondary structure for csi-miR530a

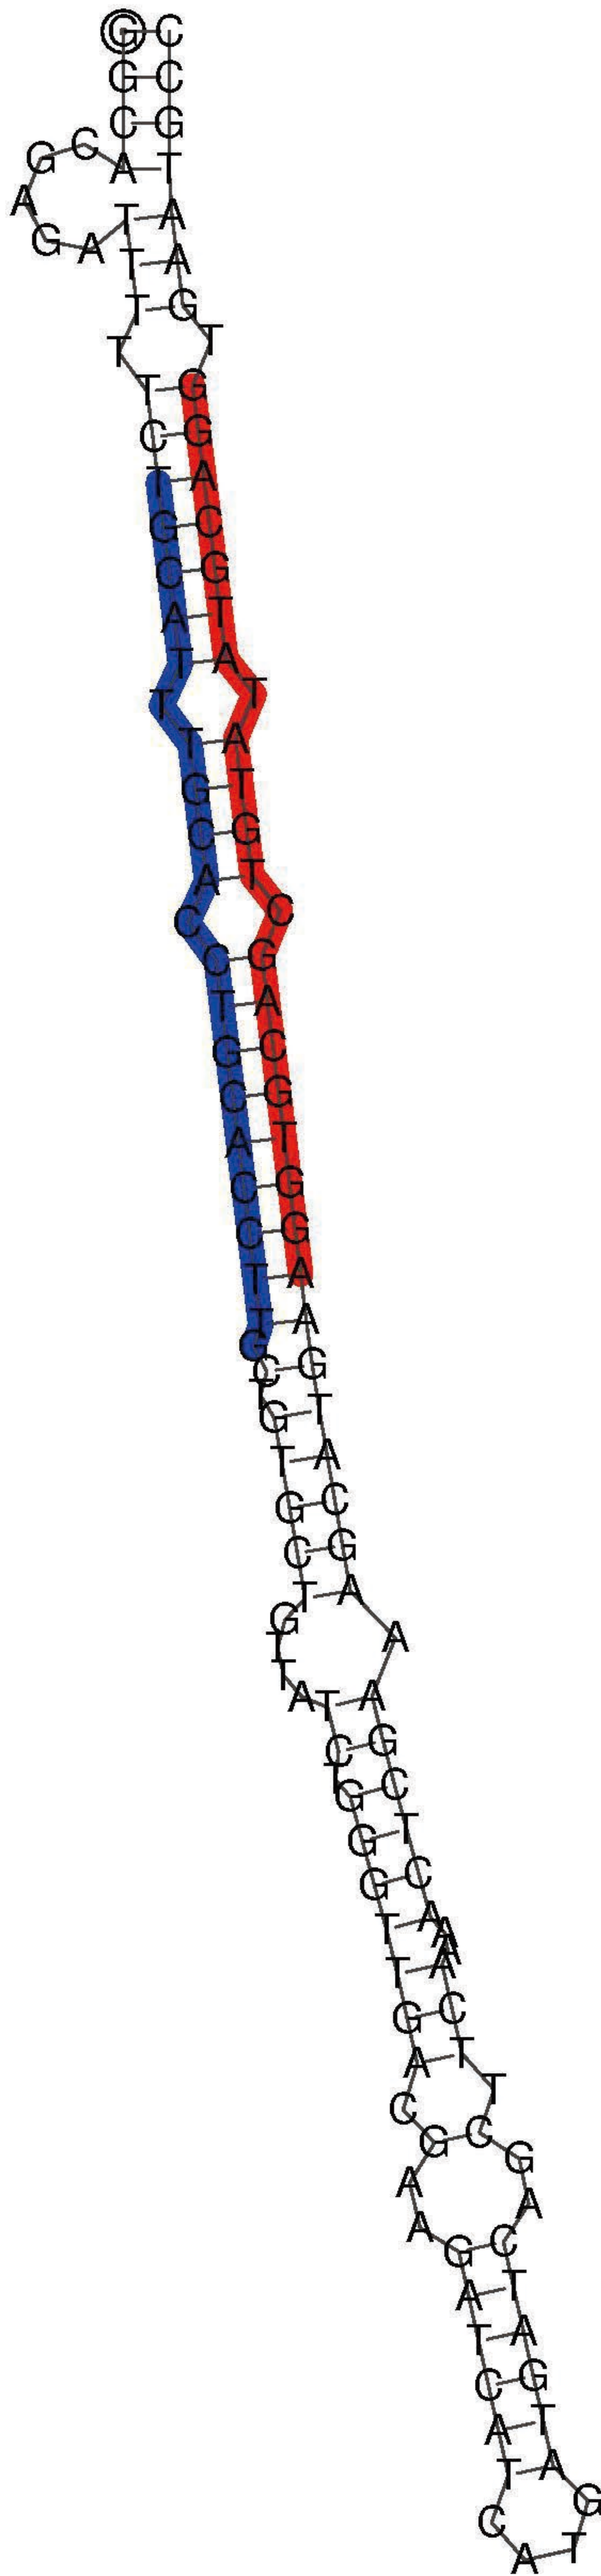

### Secondary structure for csi-miR530b

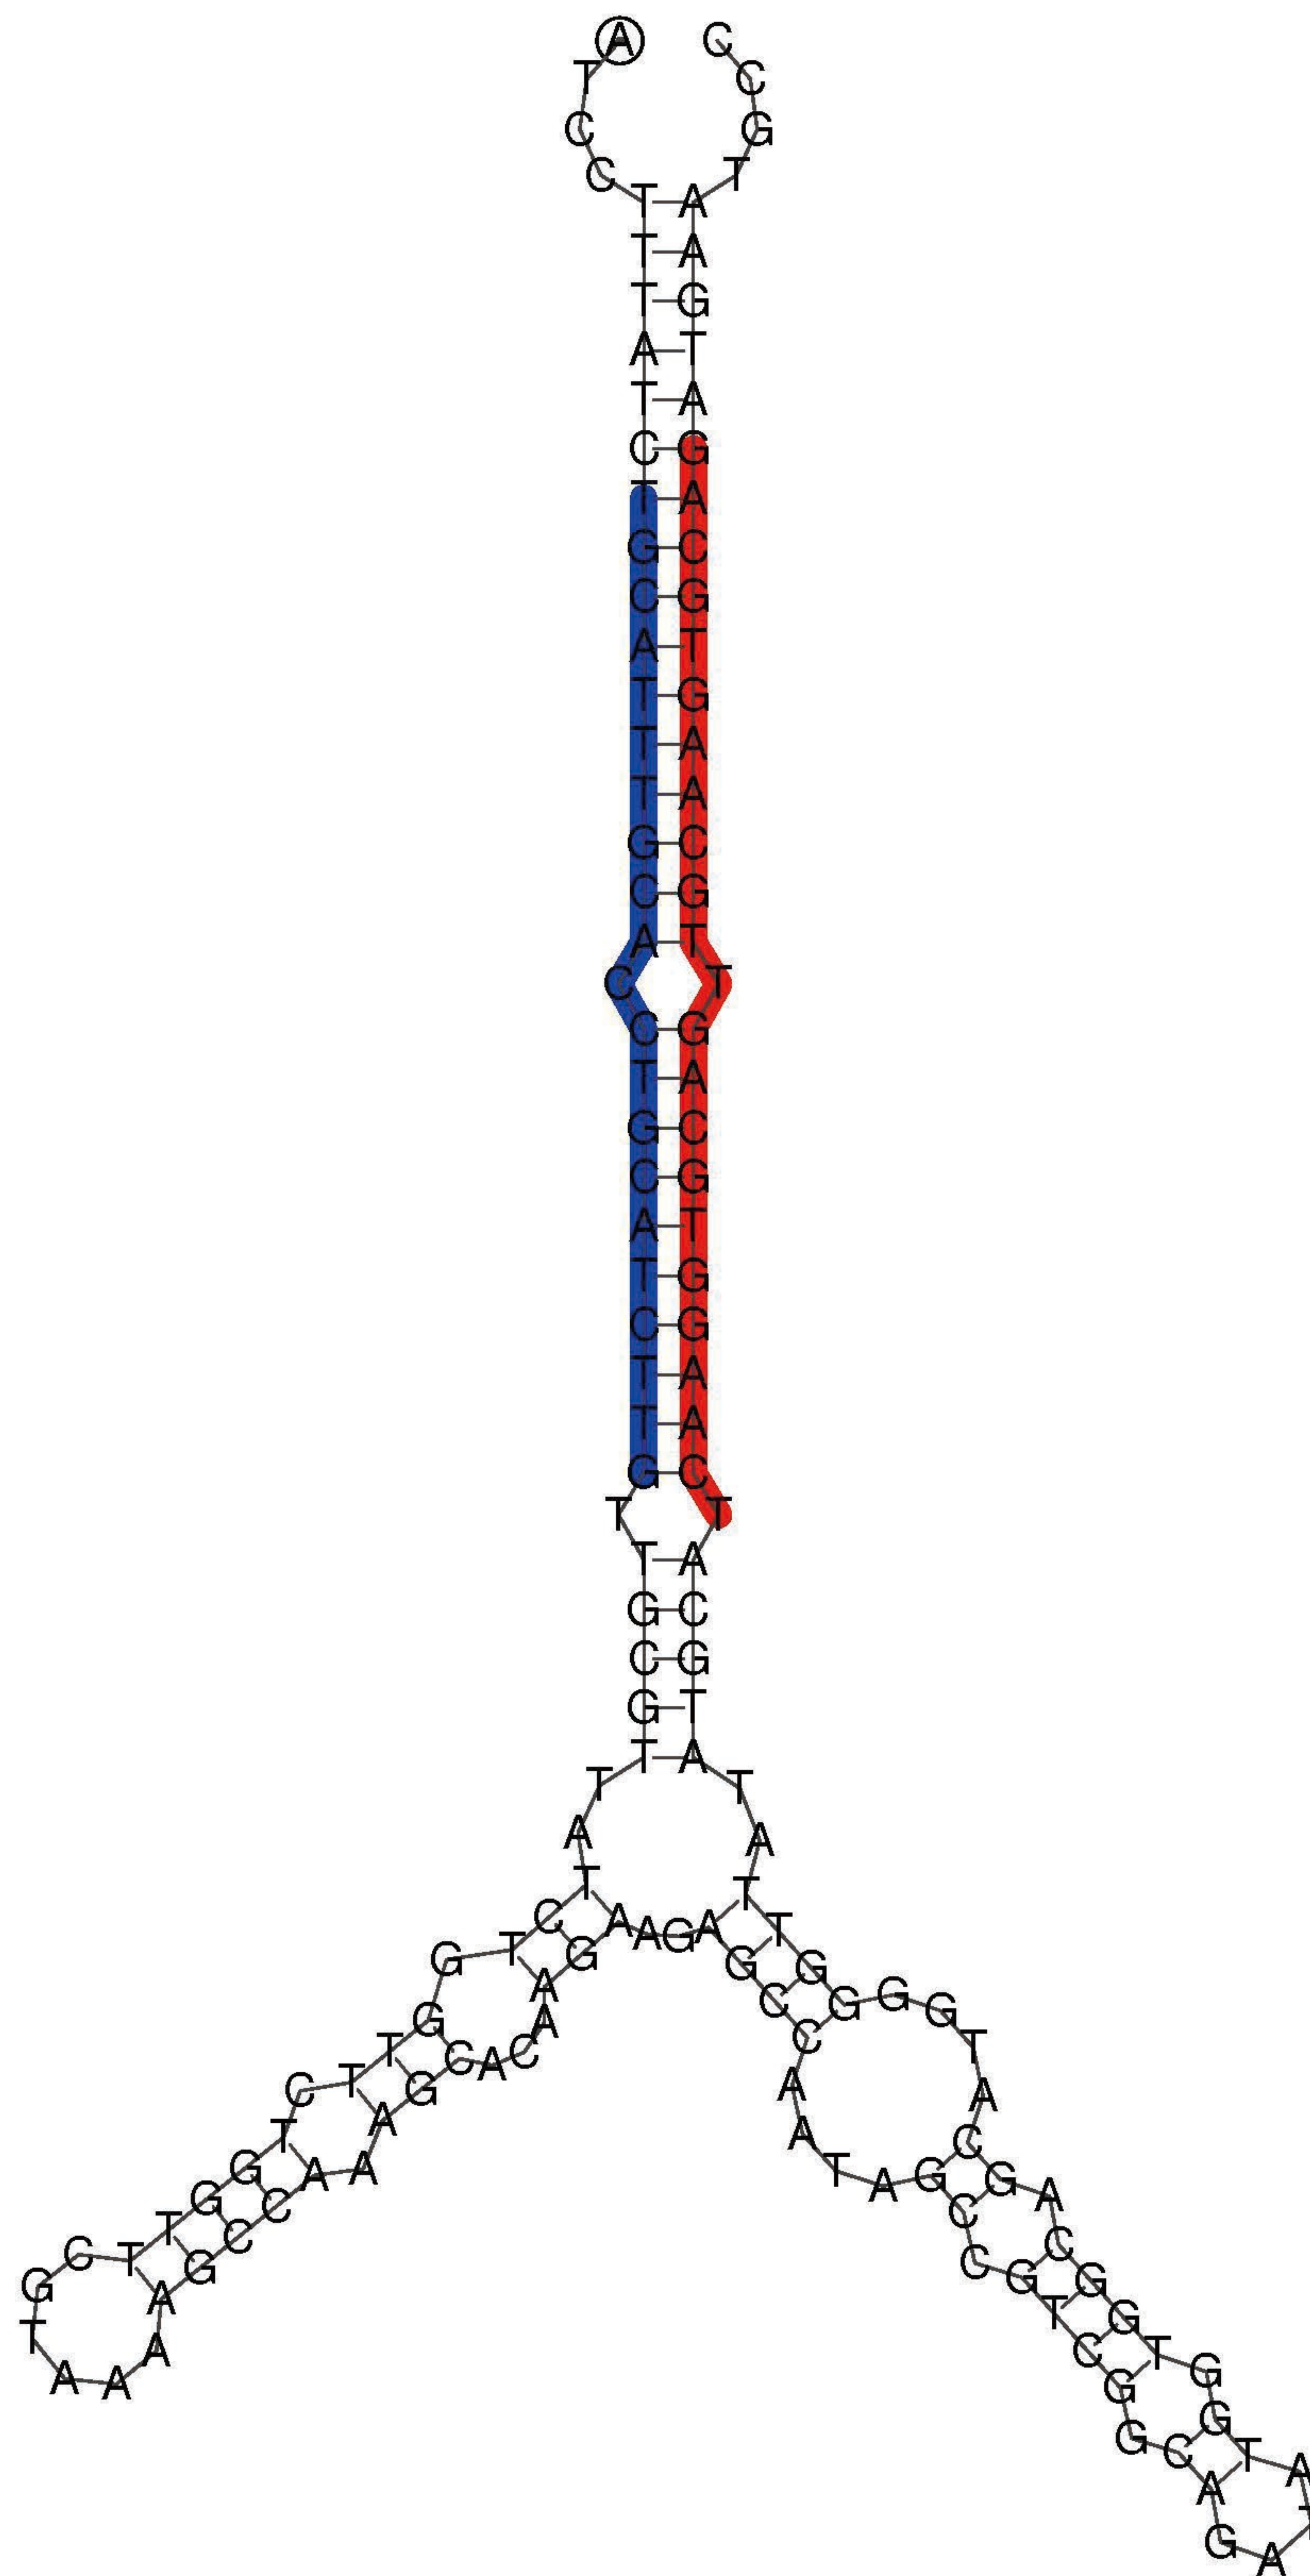

Secondary structure for csi-miR535

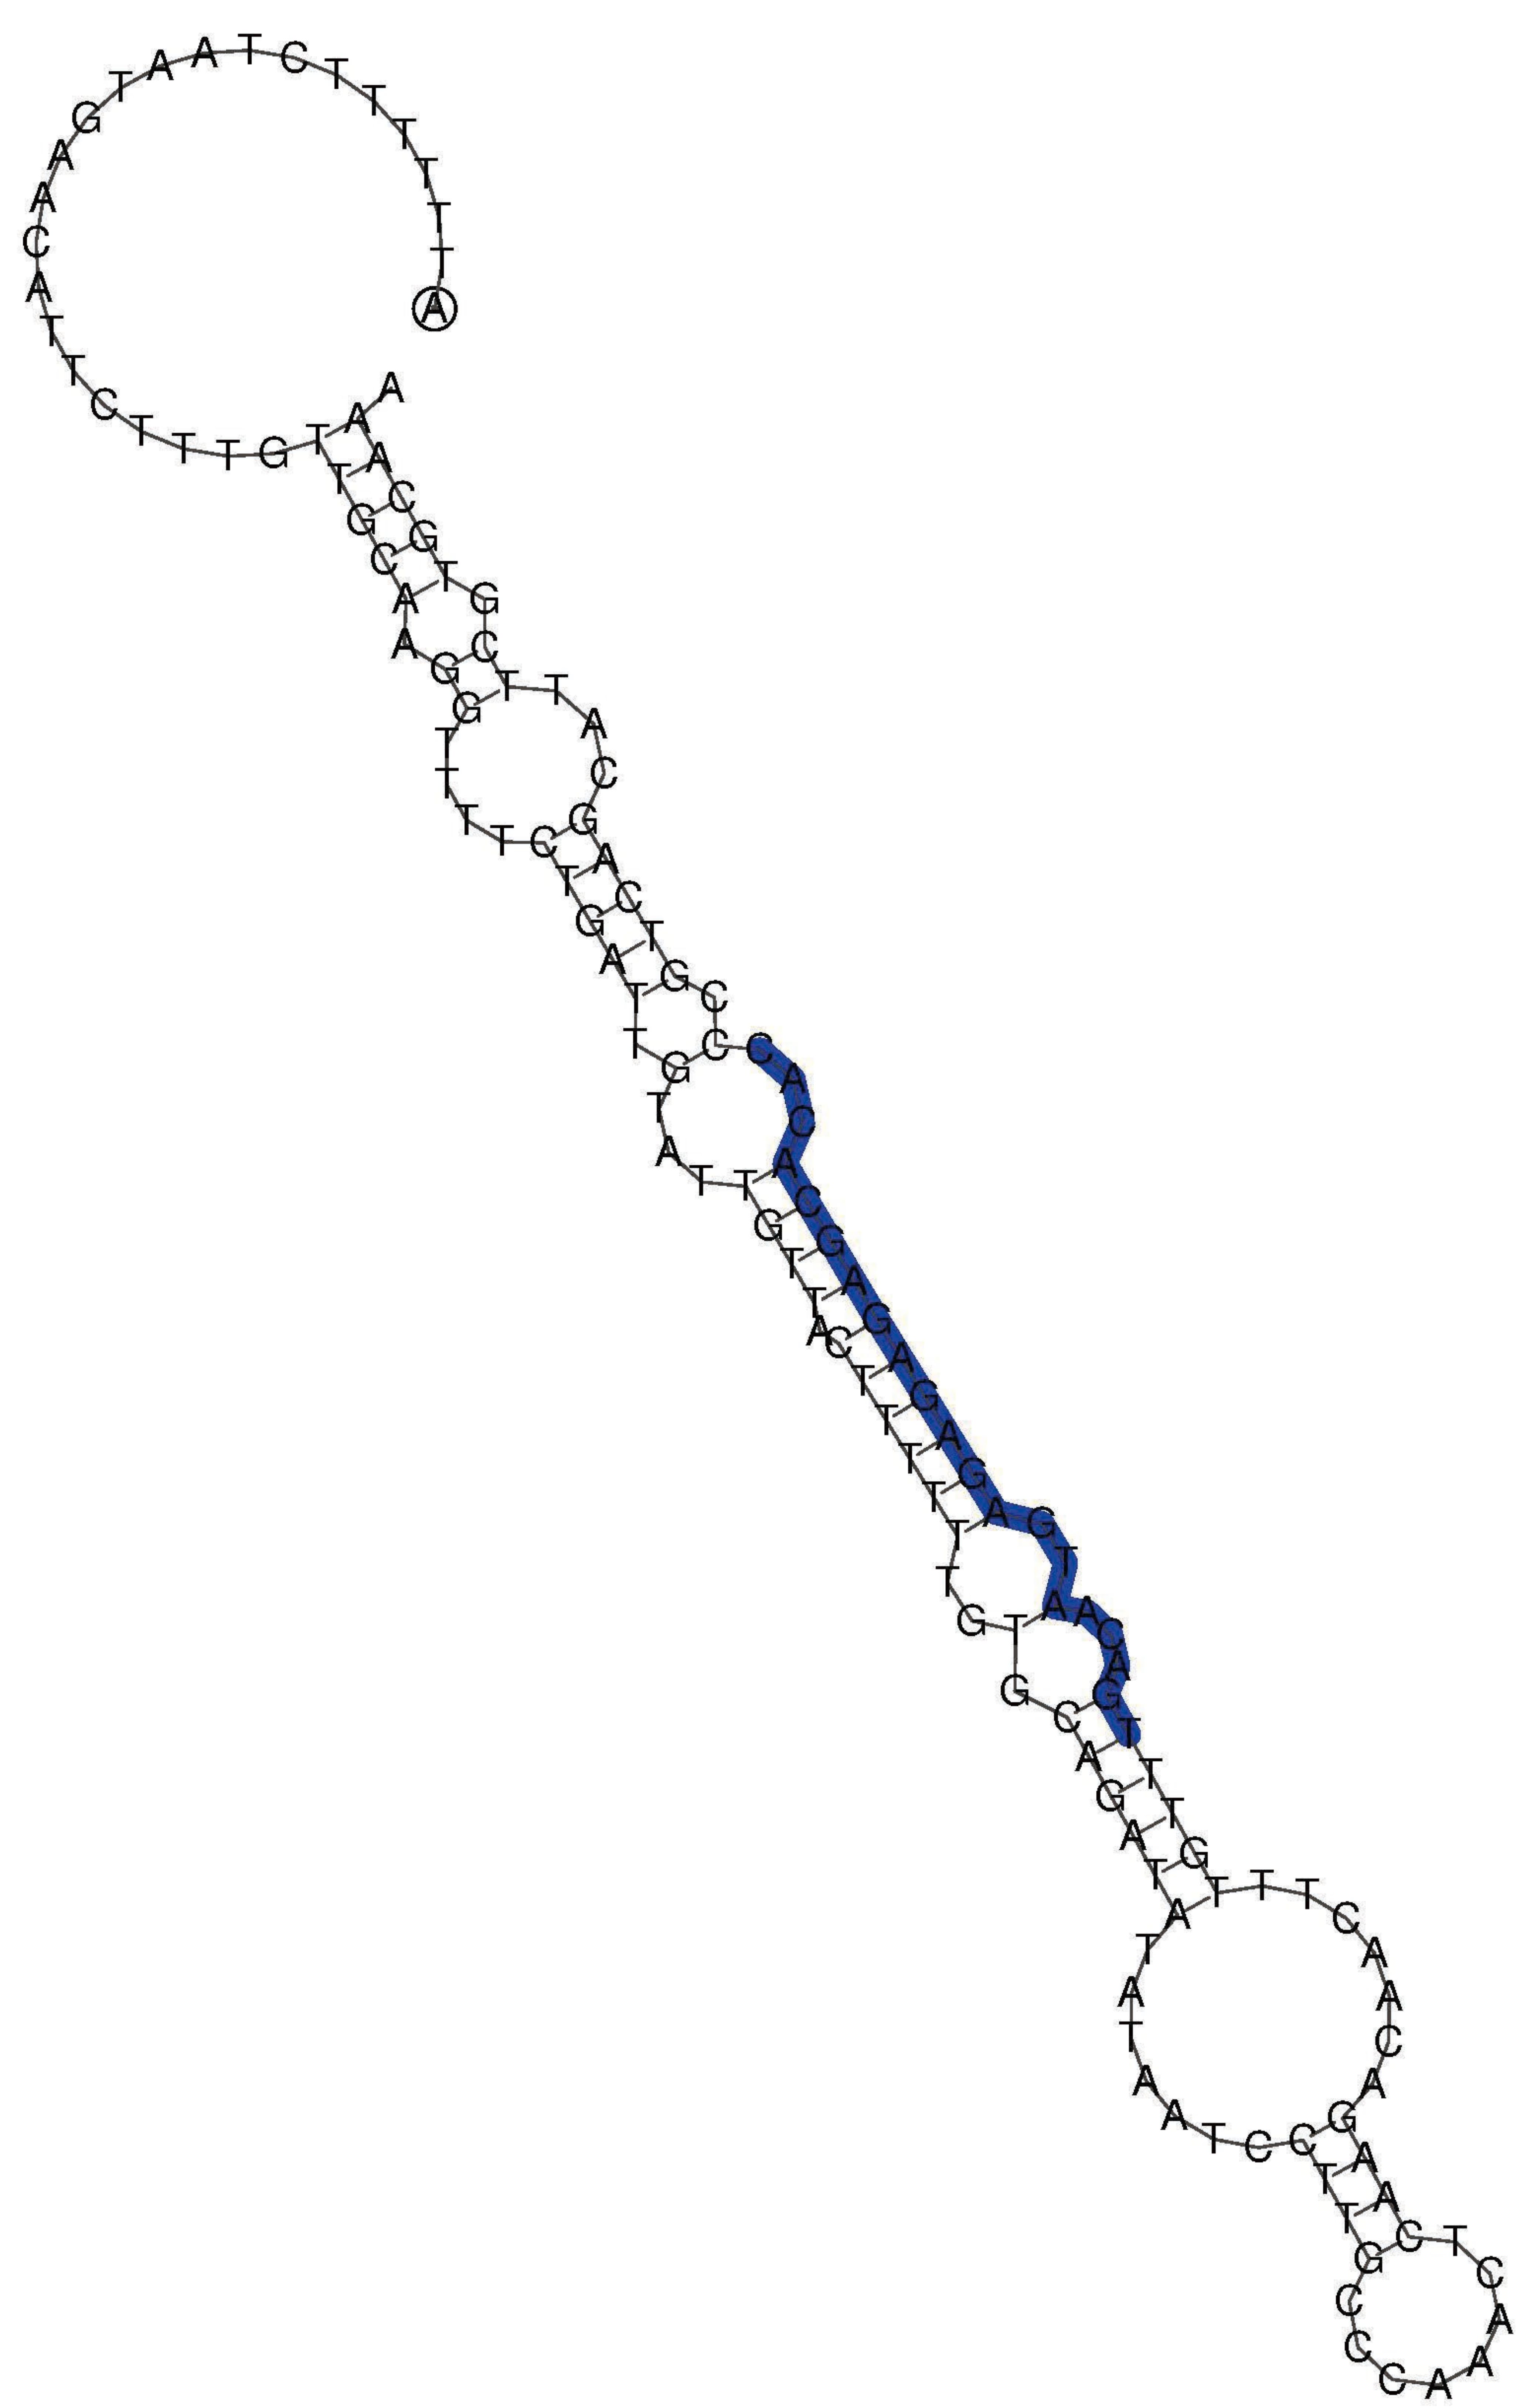

Secondary structure for csi-miR5373

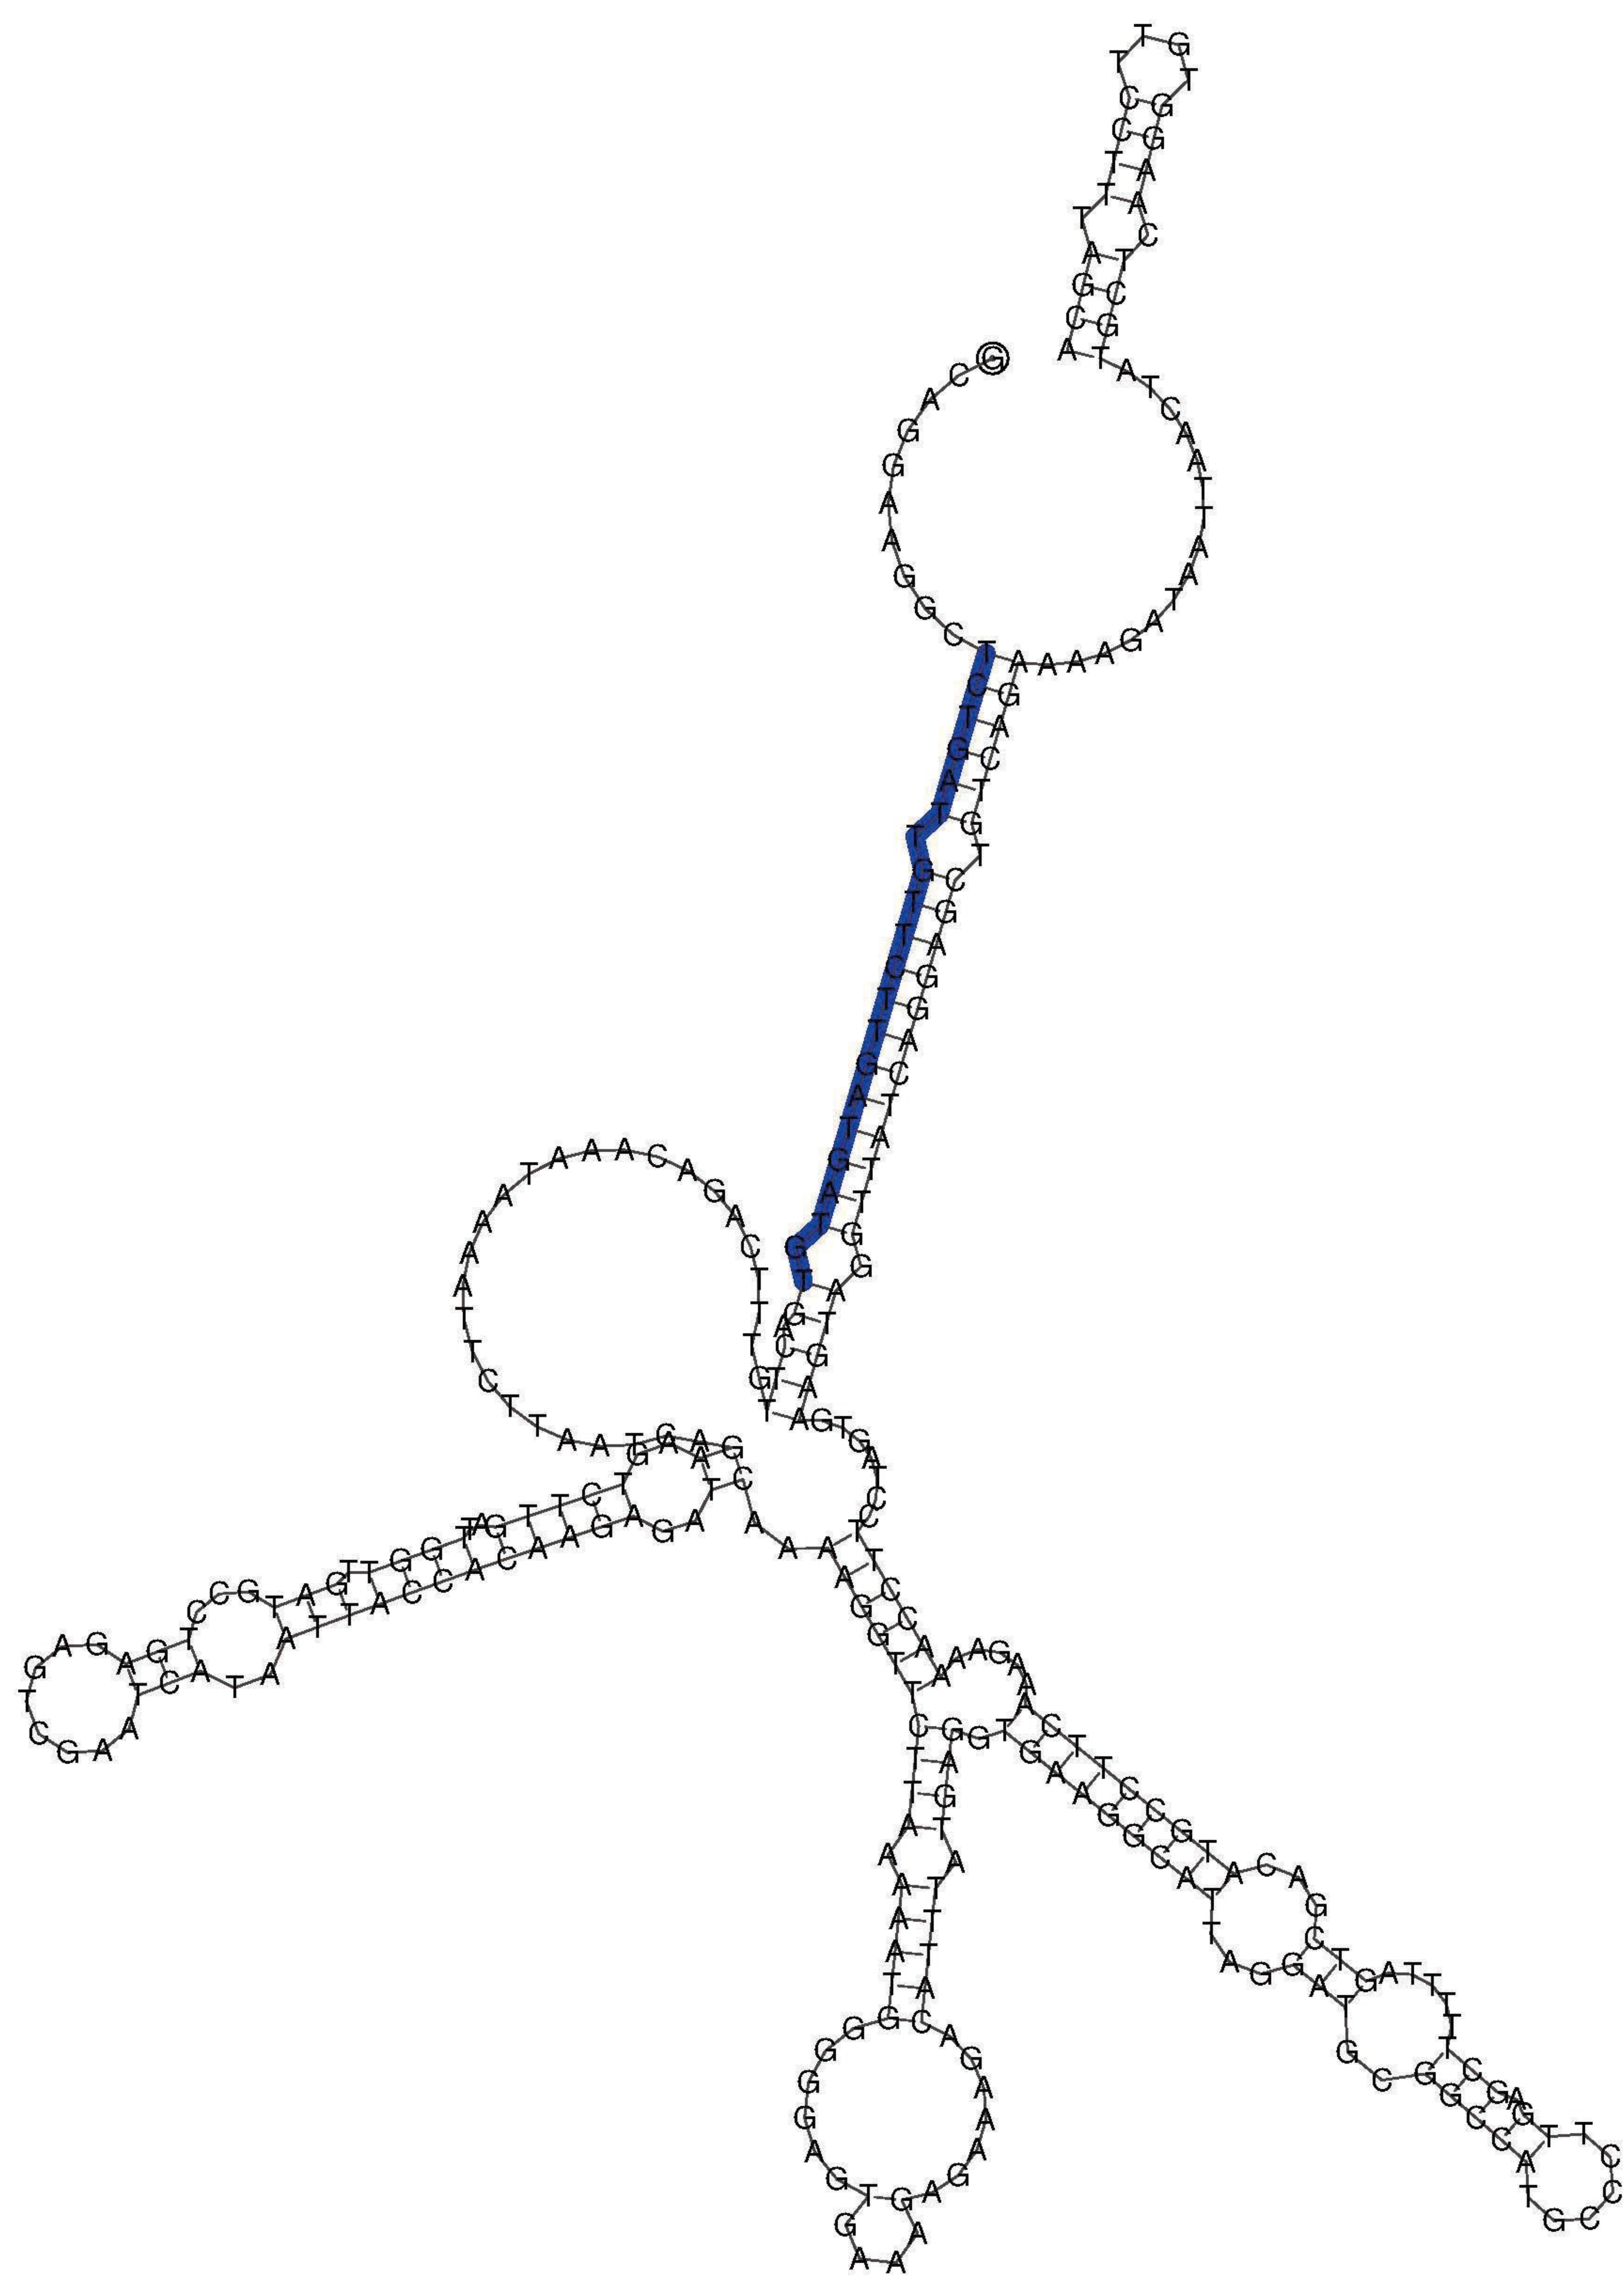

Secondary structure for csi-miR5673

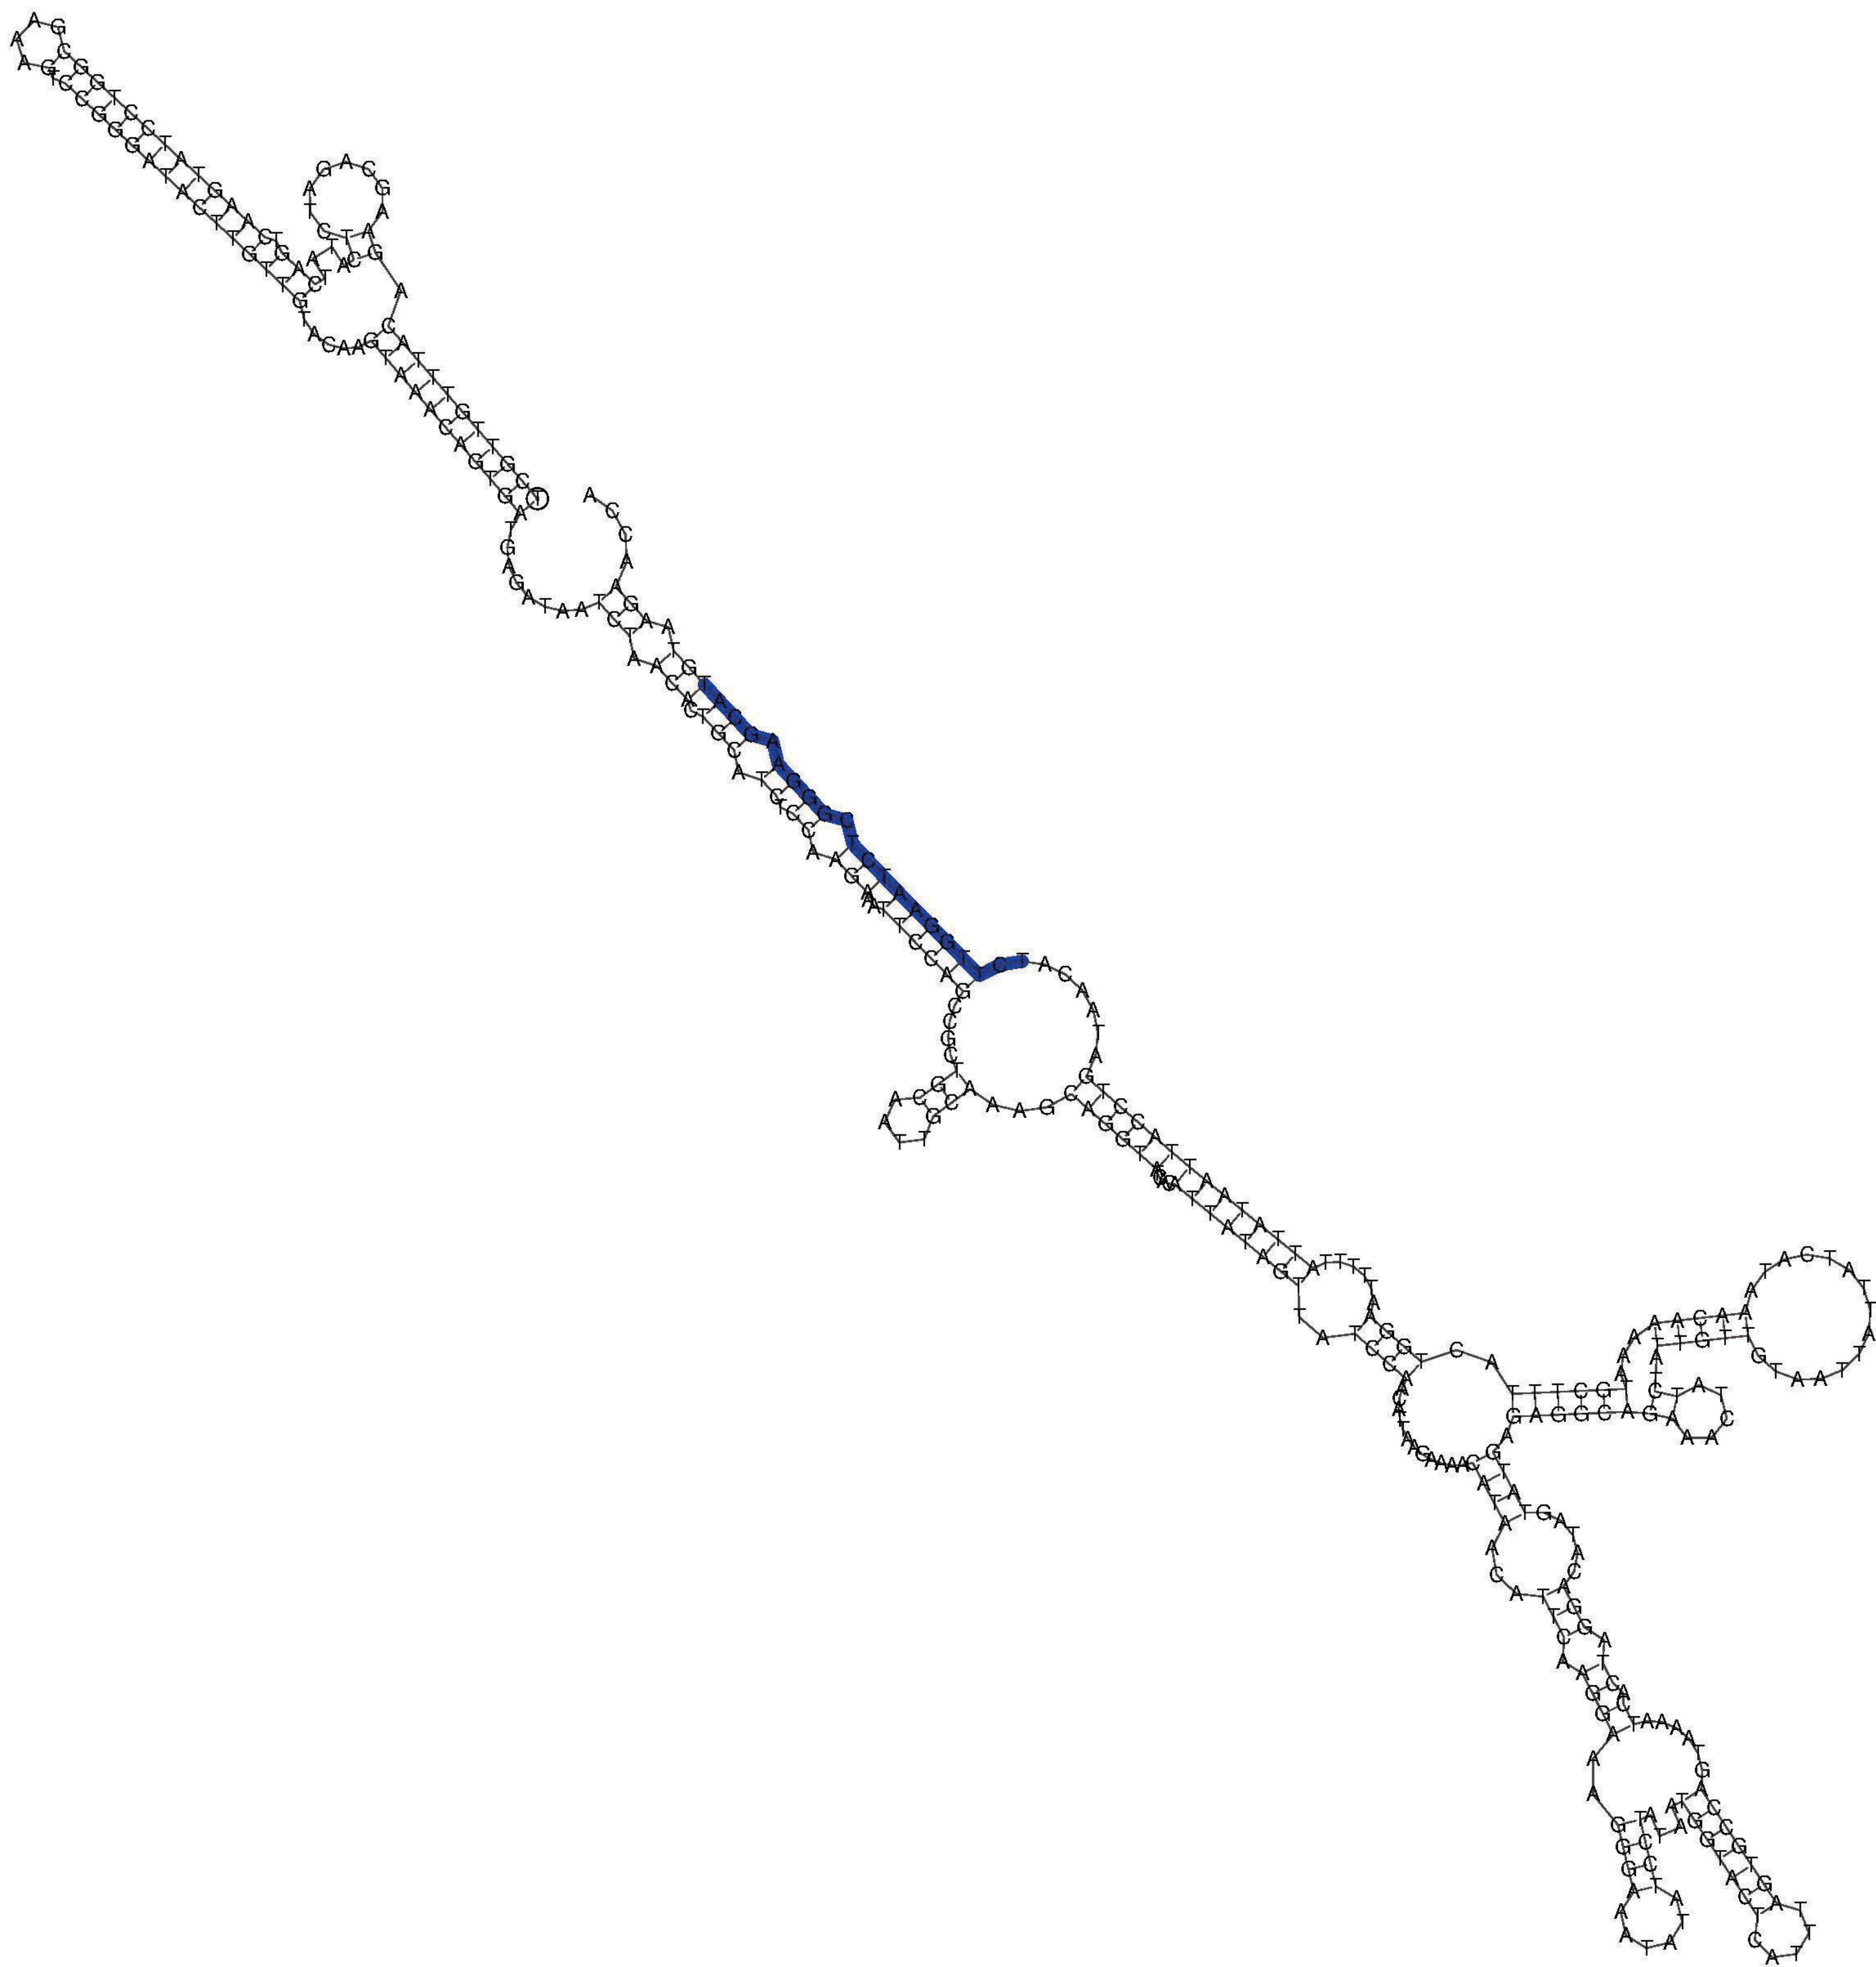

Secondary structure for csi-miR6196

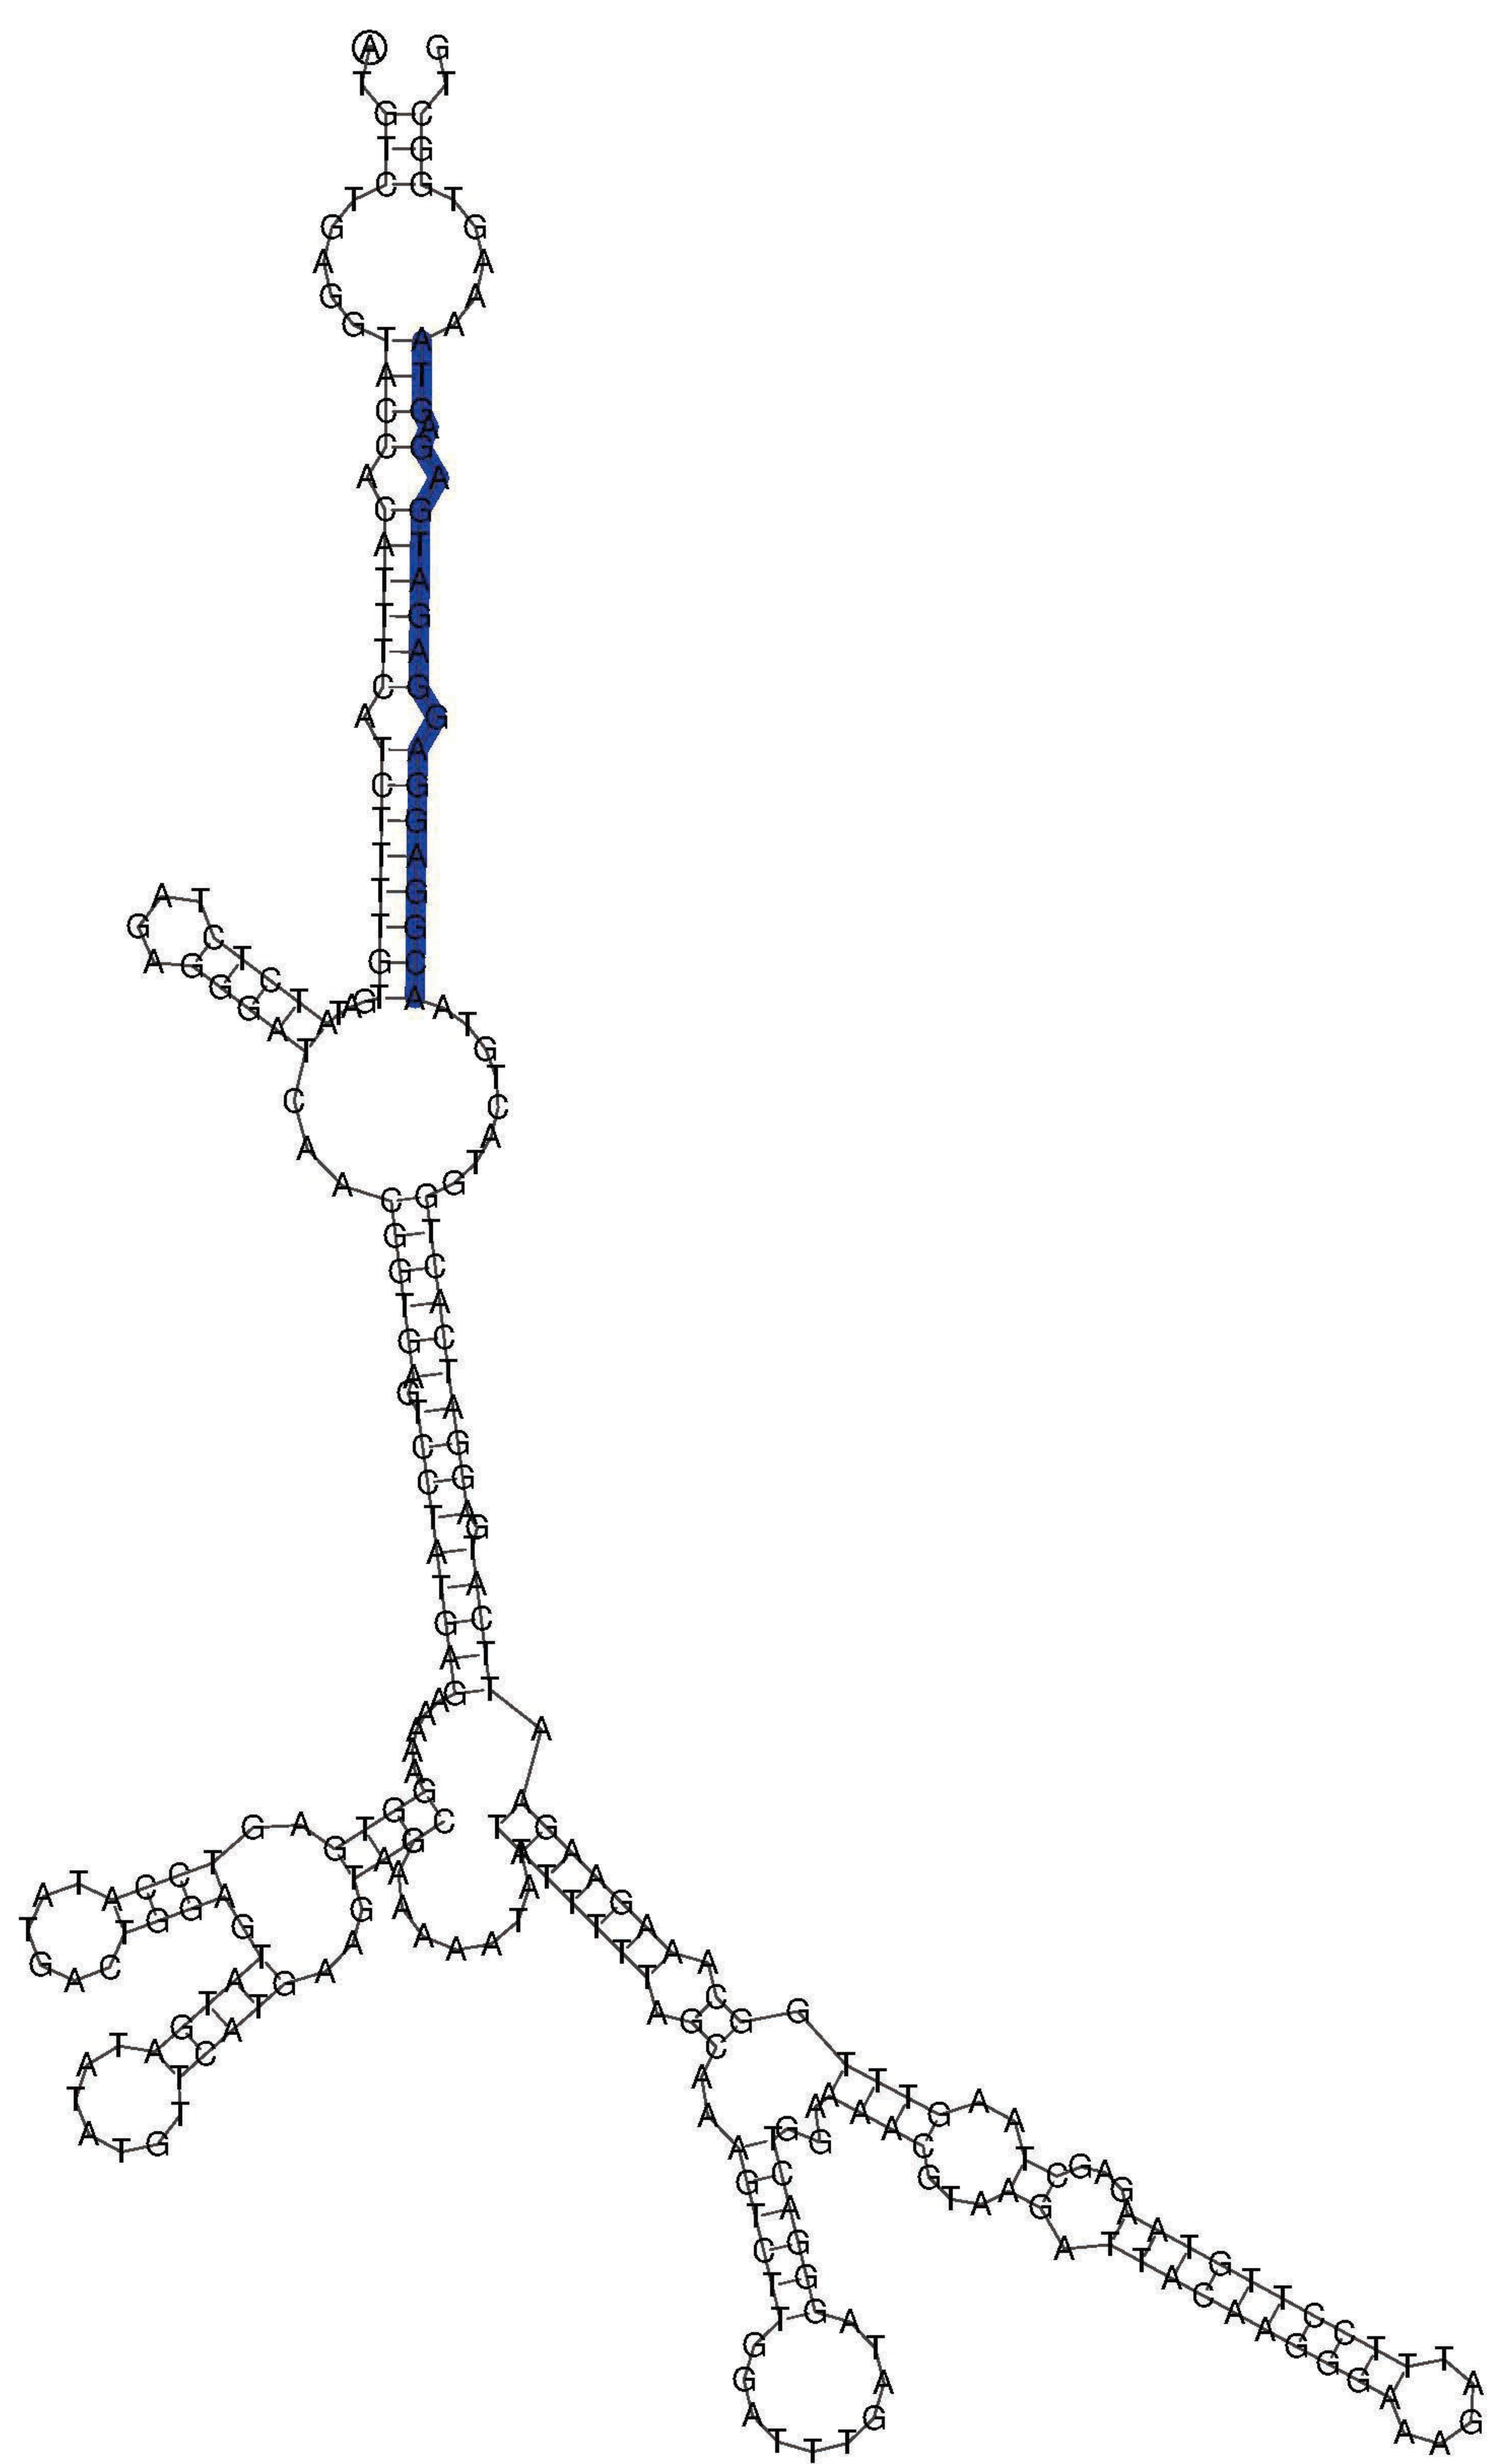

Secondary structure for csi-miR6295

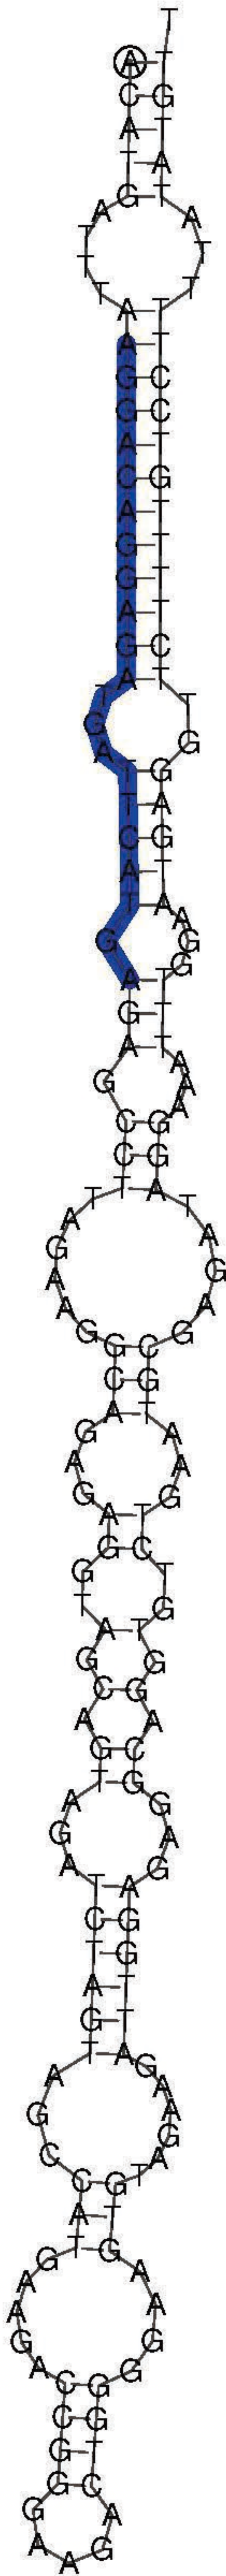

Secondary structure for csi-miR6300

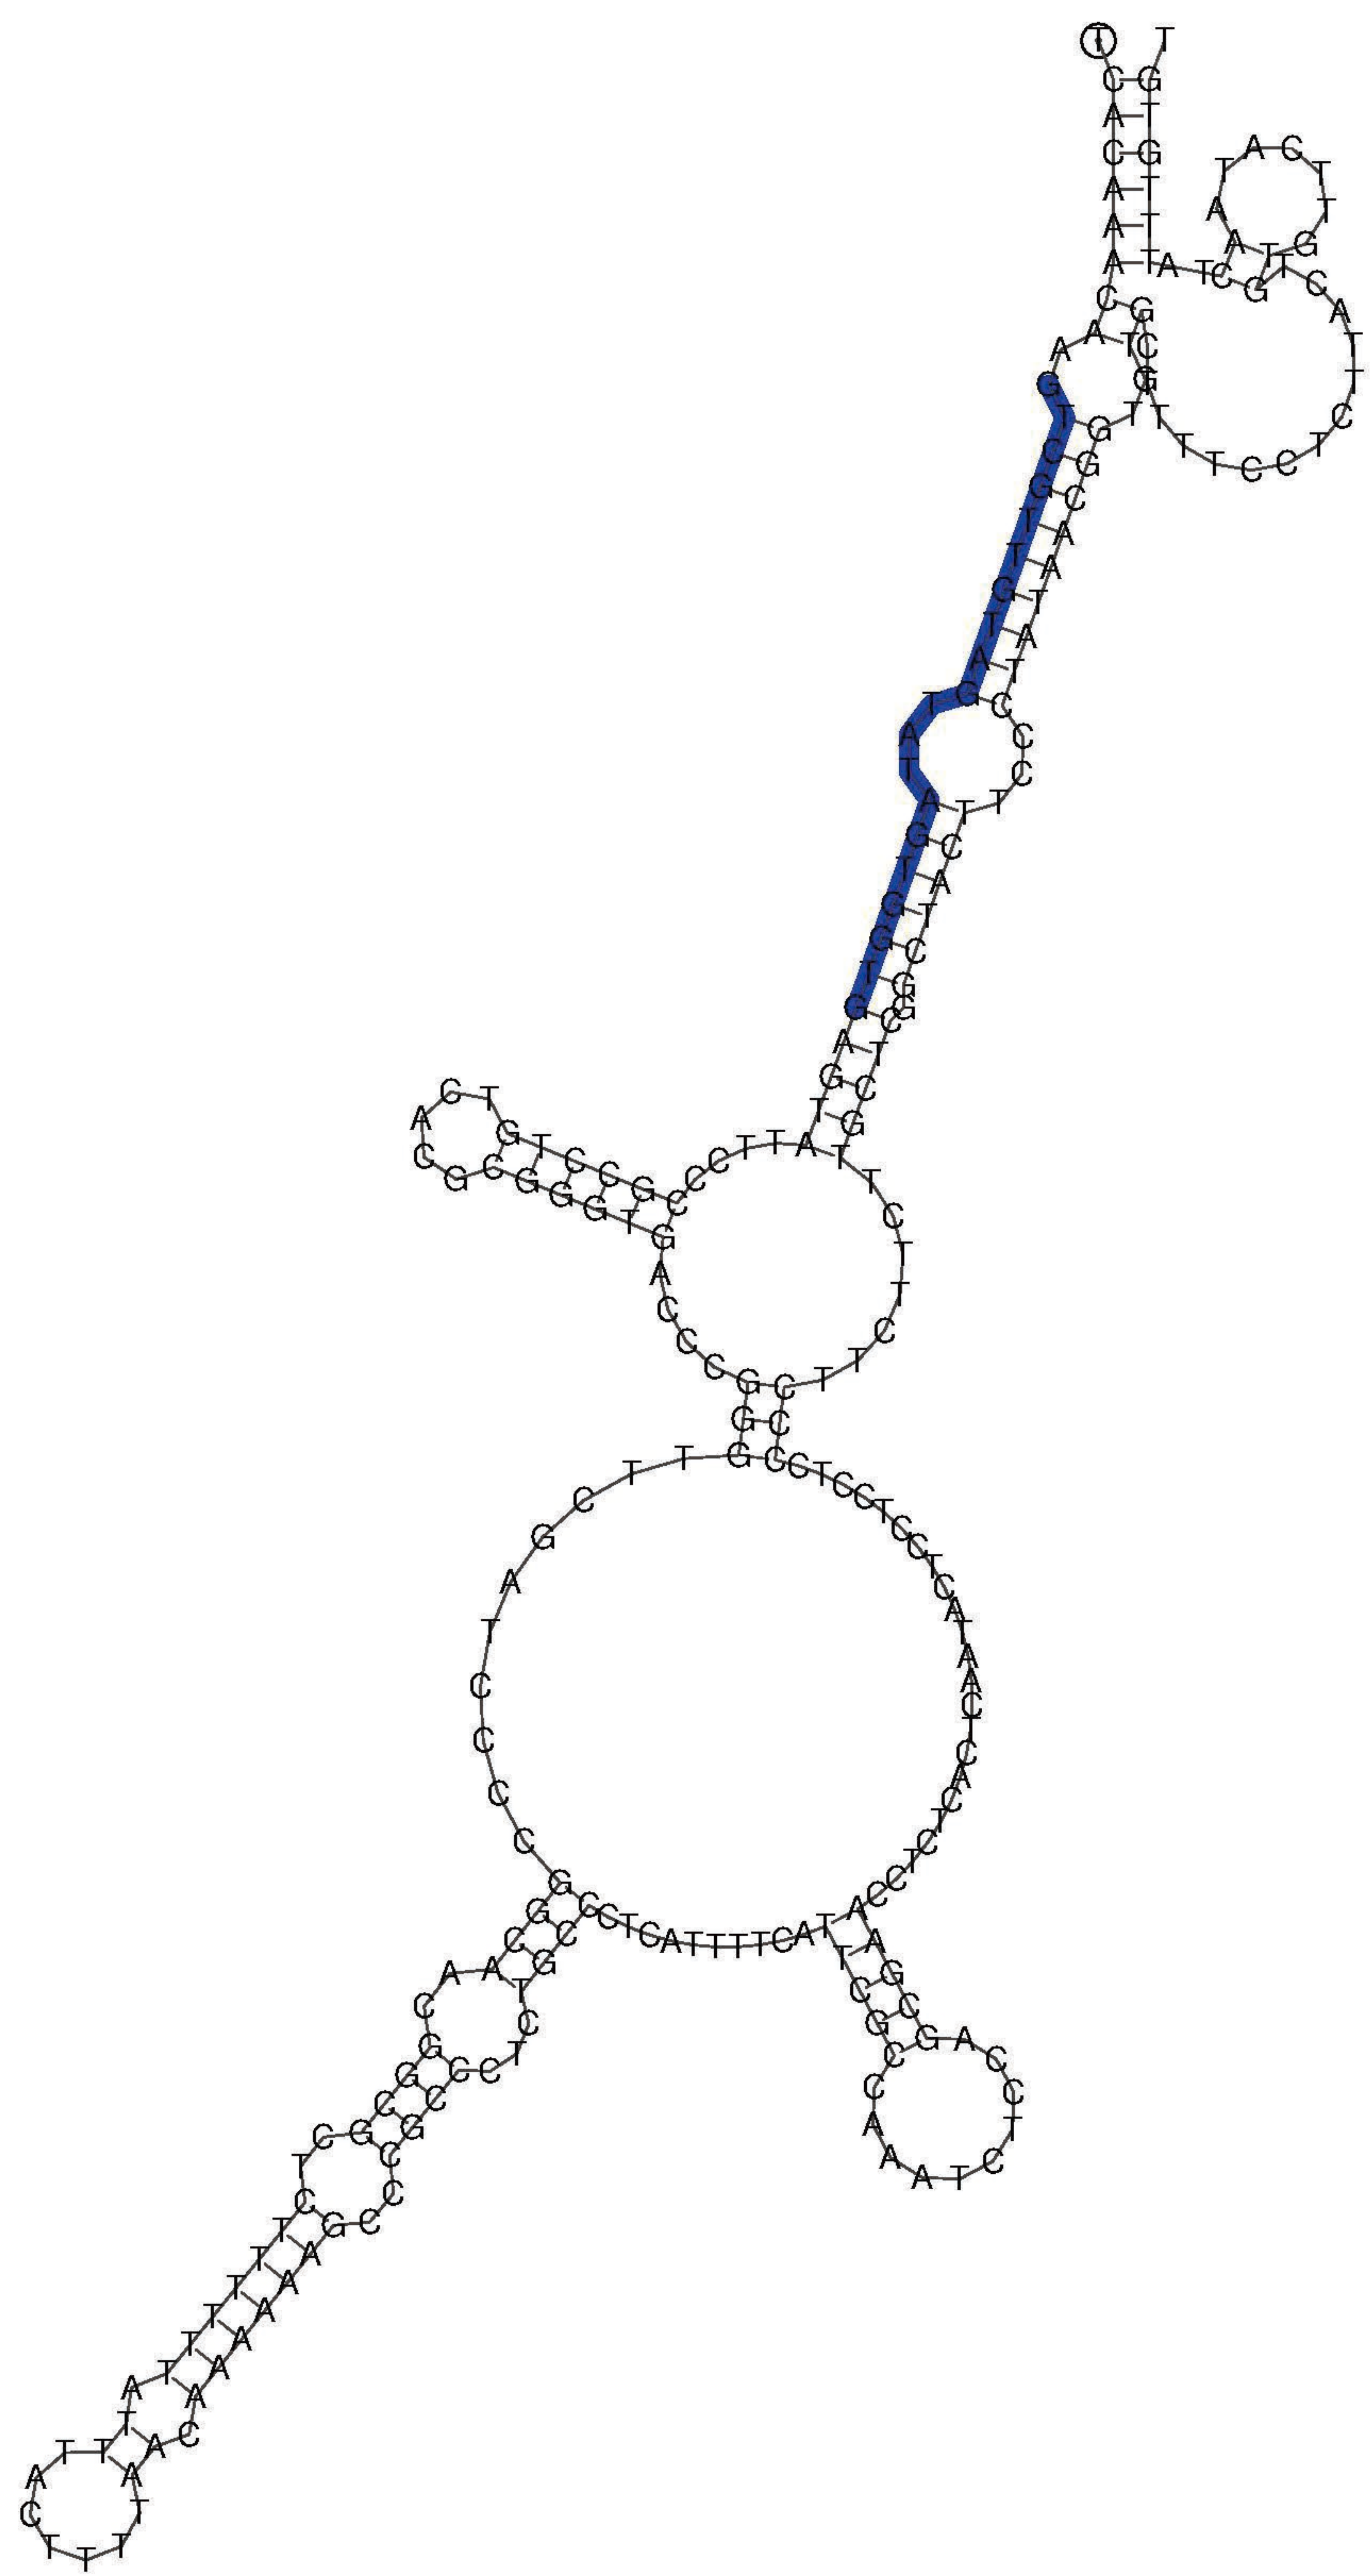

Secondary structure for csi-miR7812

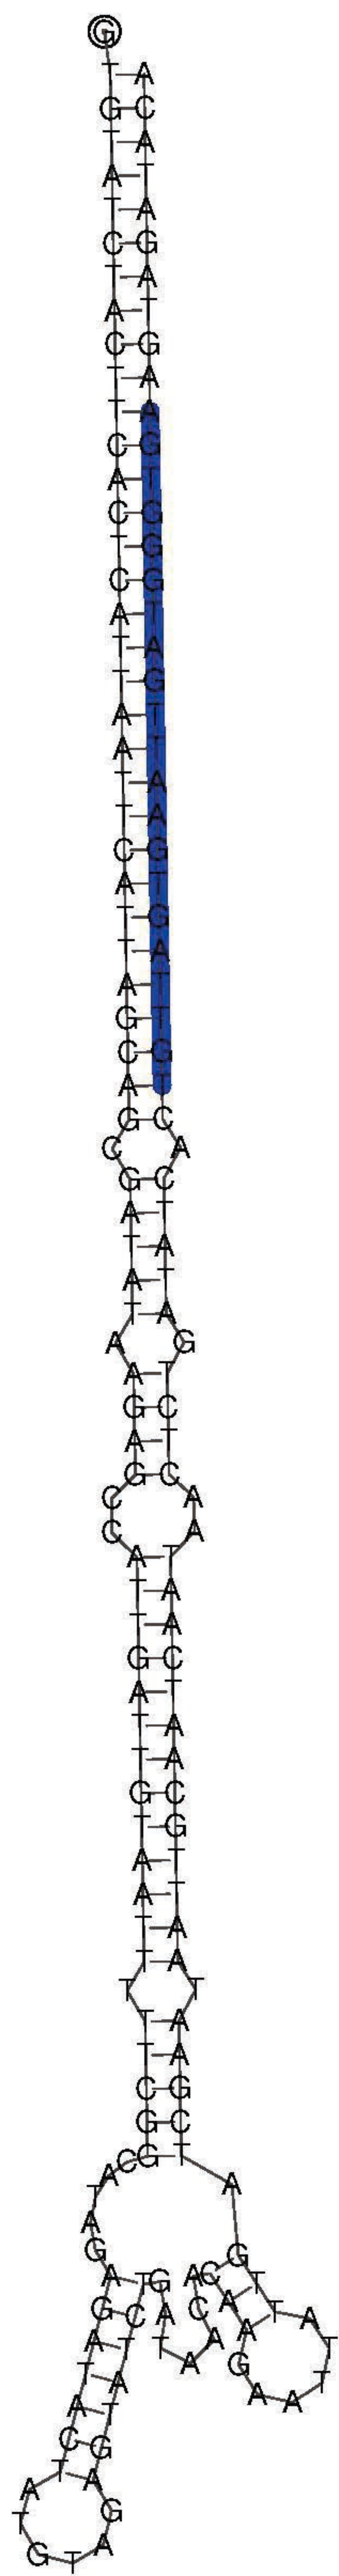

### Secondary structure for csi-miR827

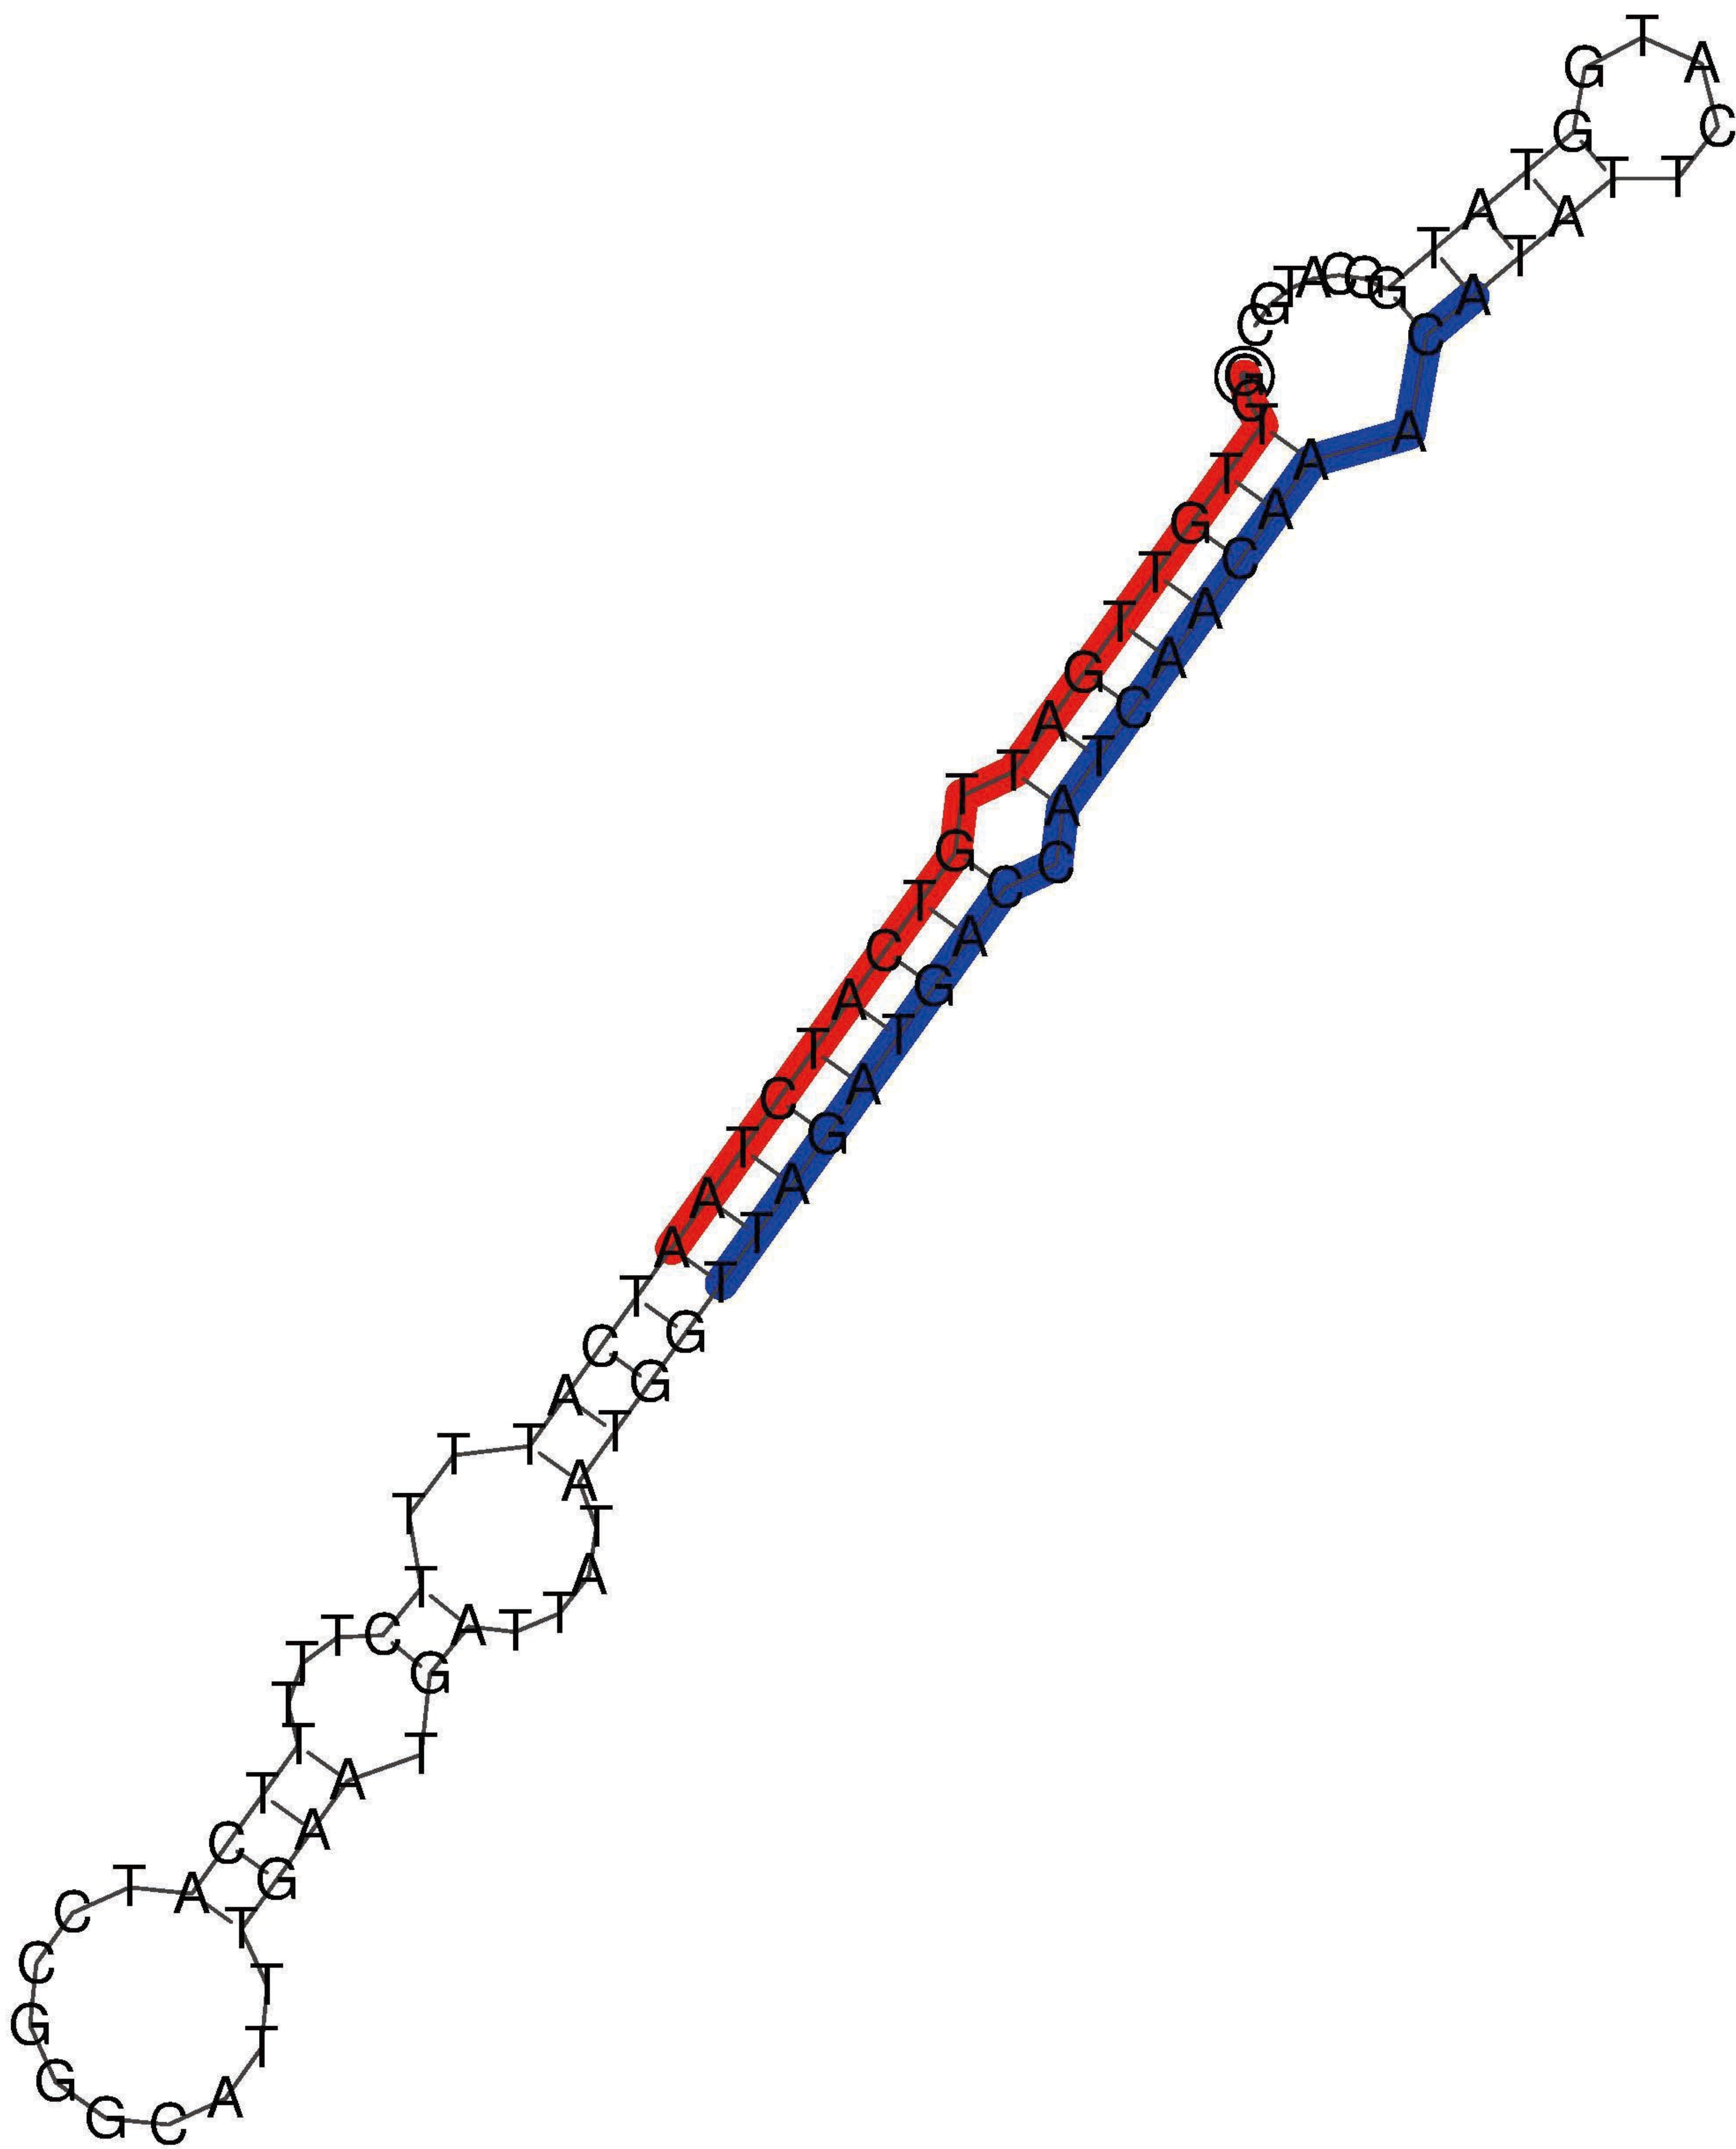

### Secondary structure for csi-miR827-5p

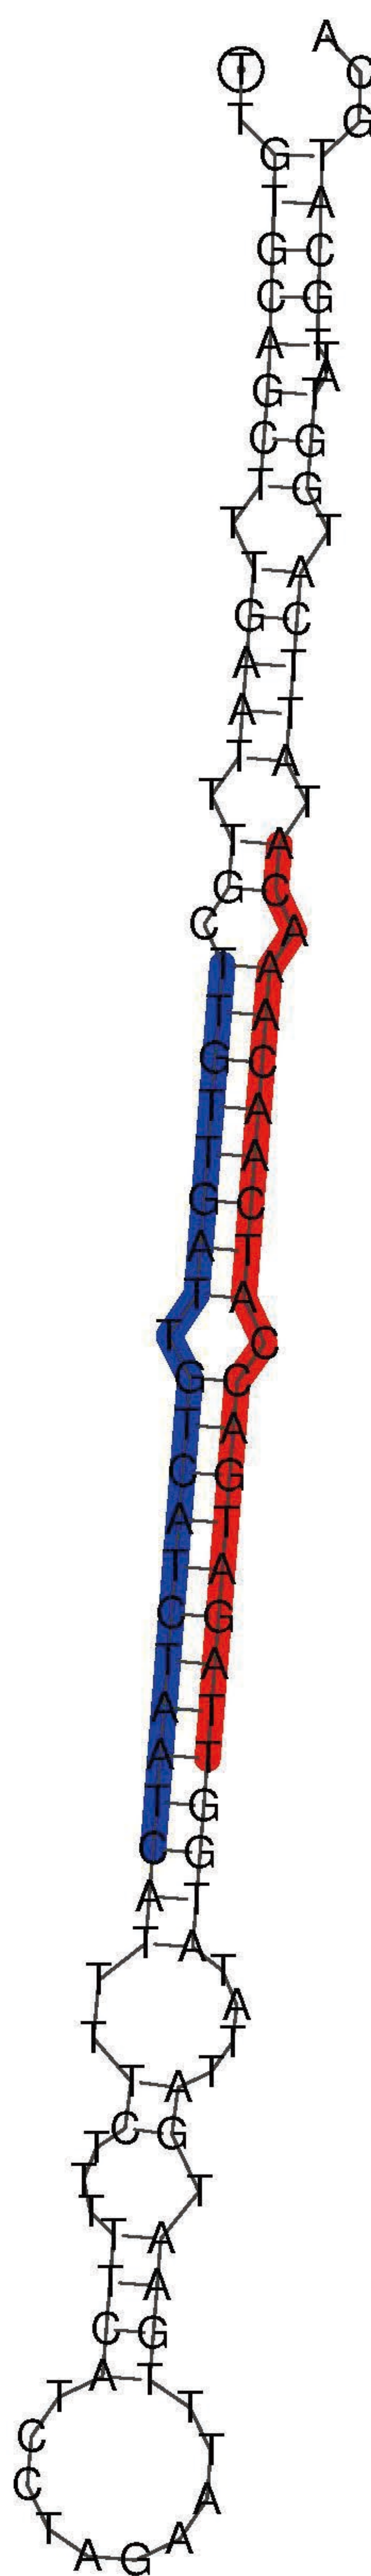

### Secondary structure for csi-miR845c

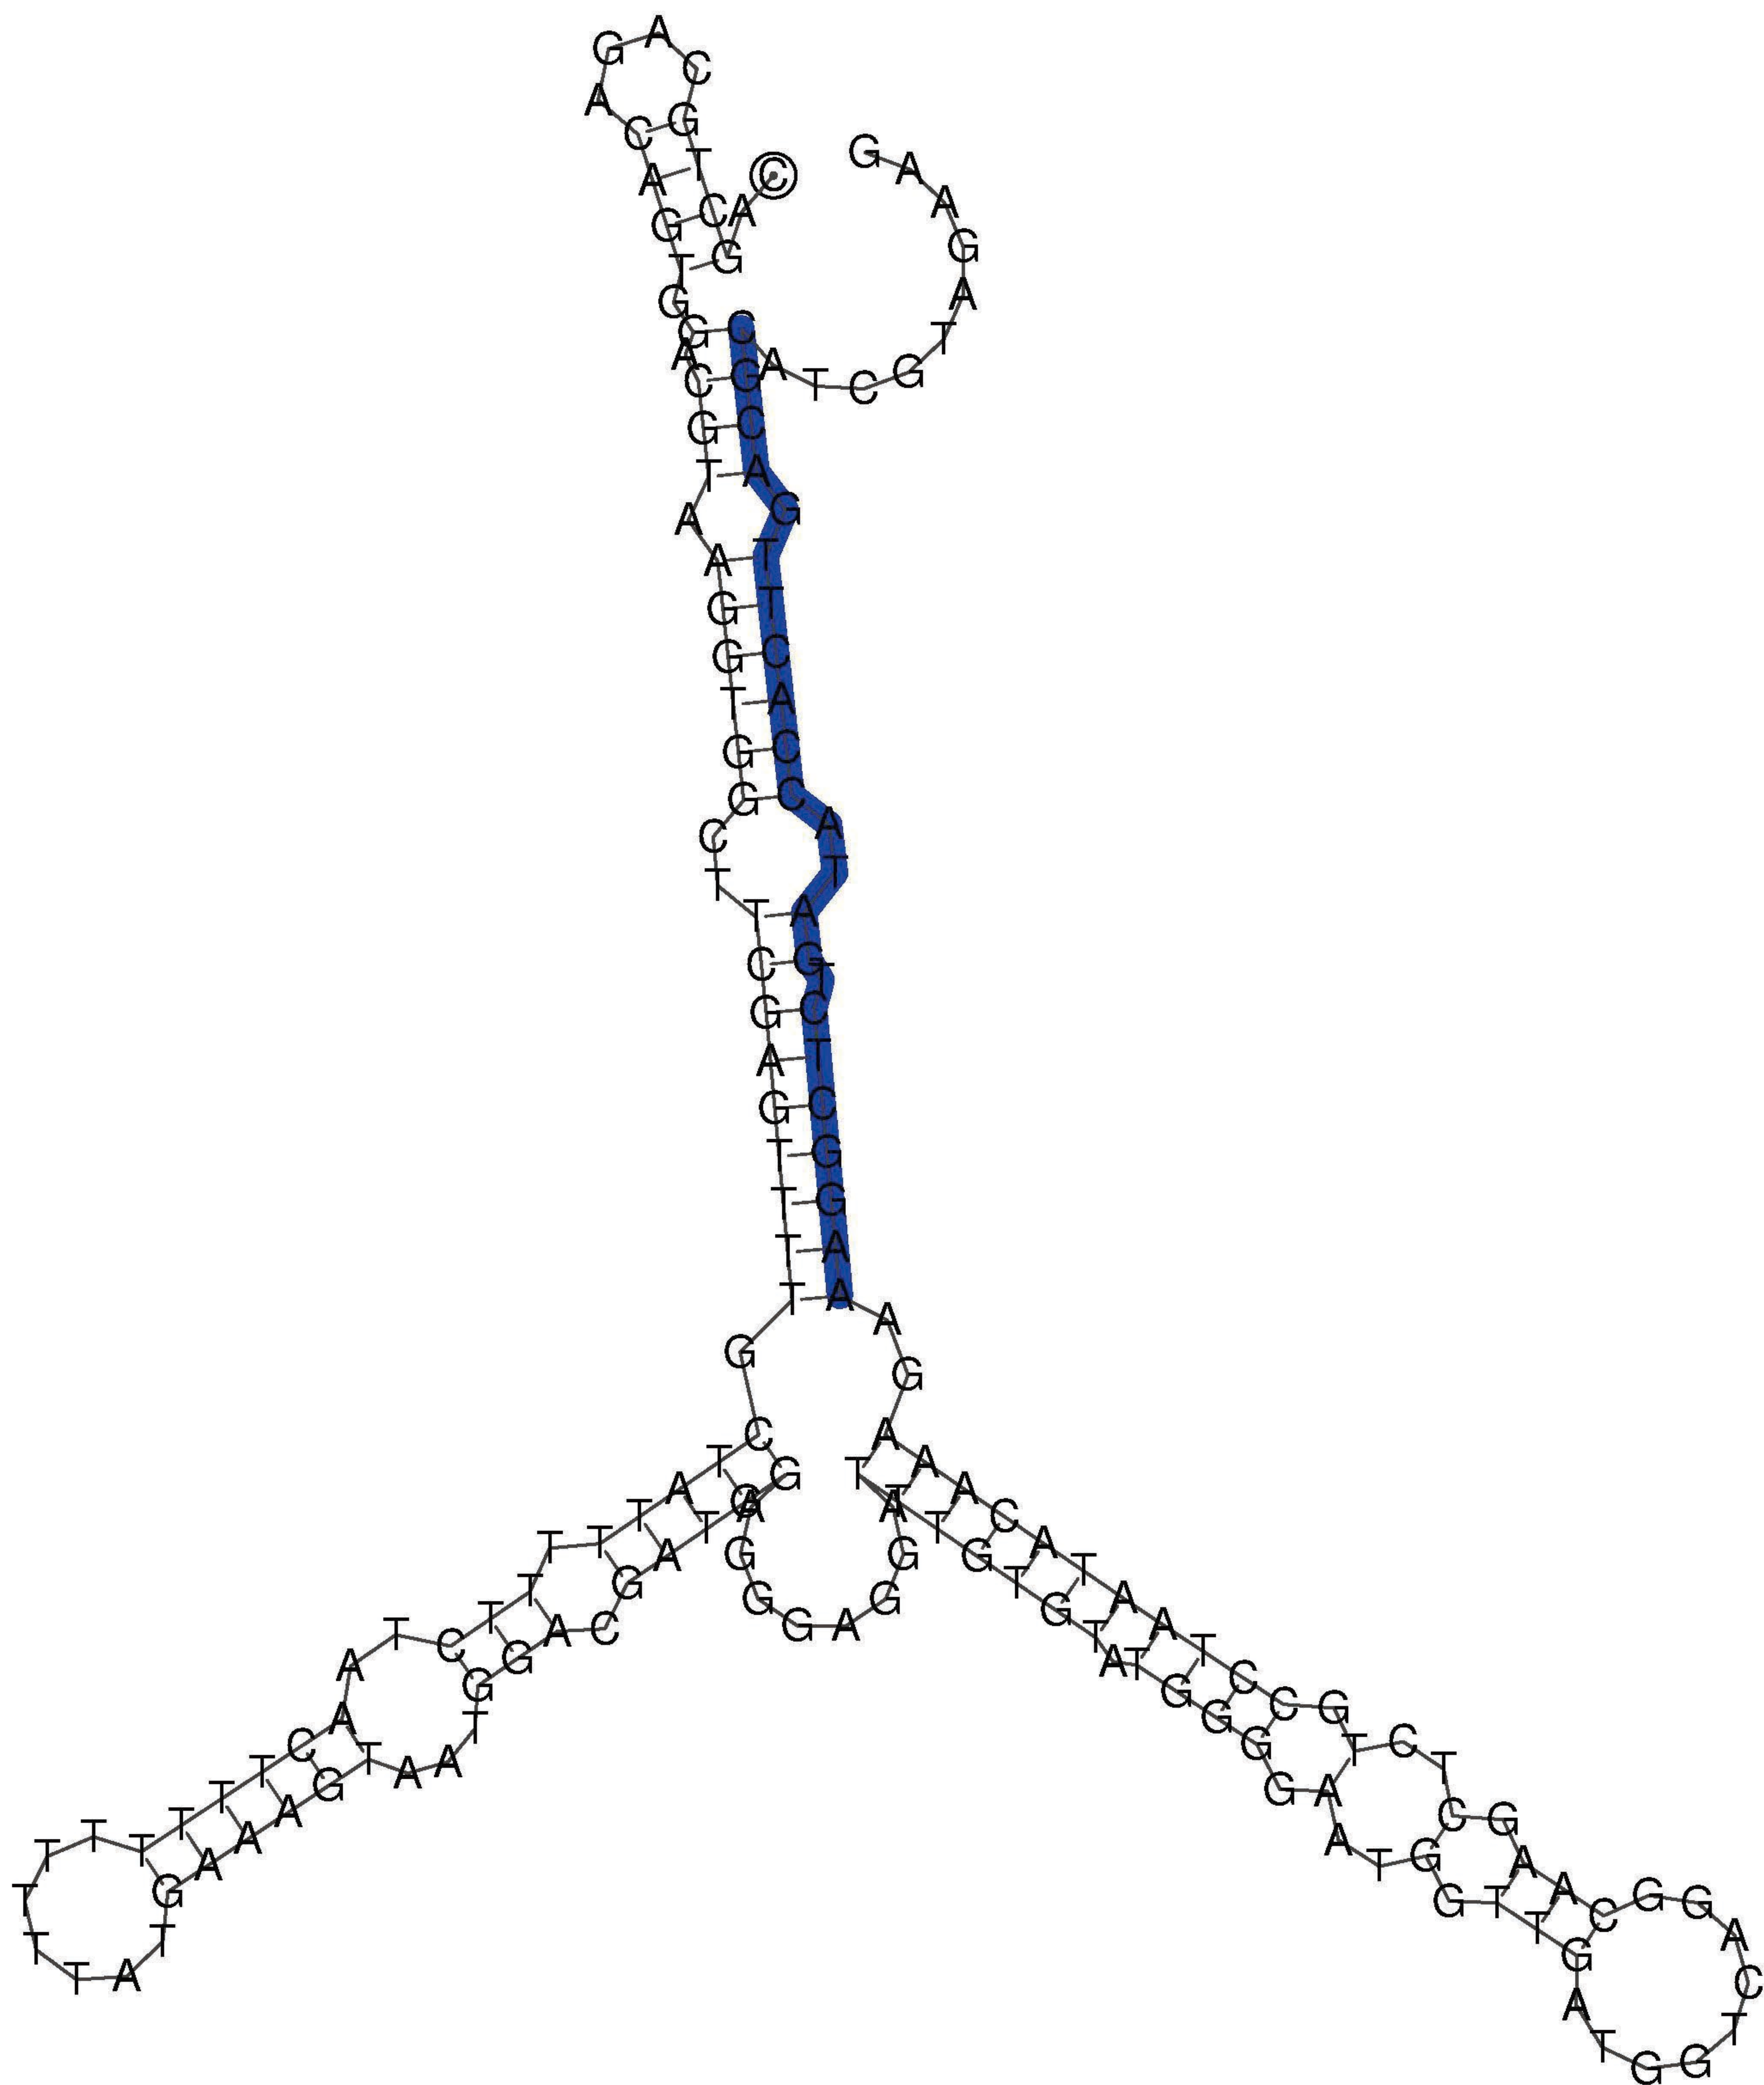

Secondary structure for csi-miR857

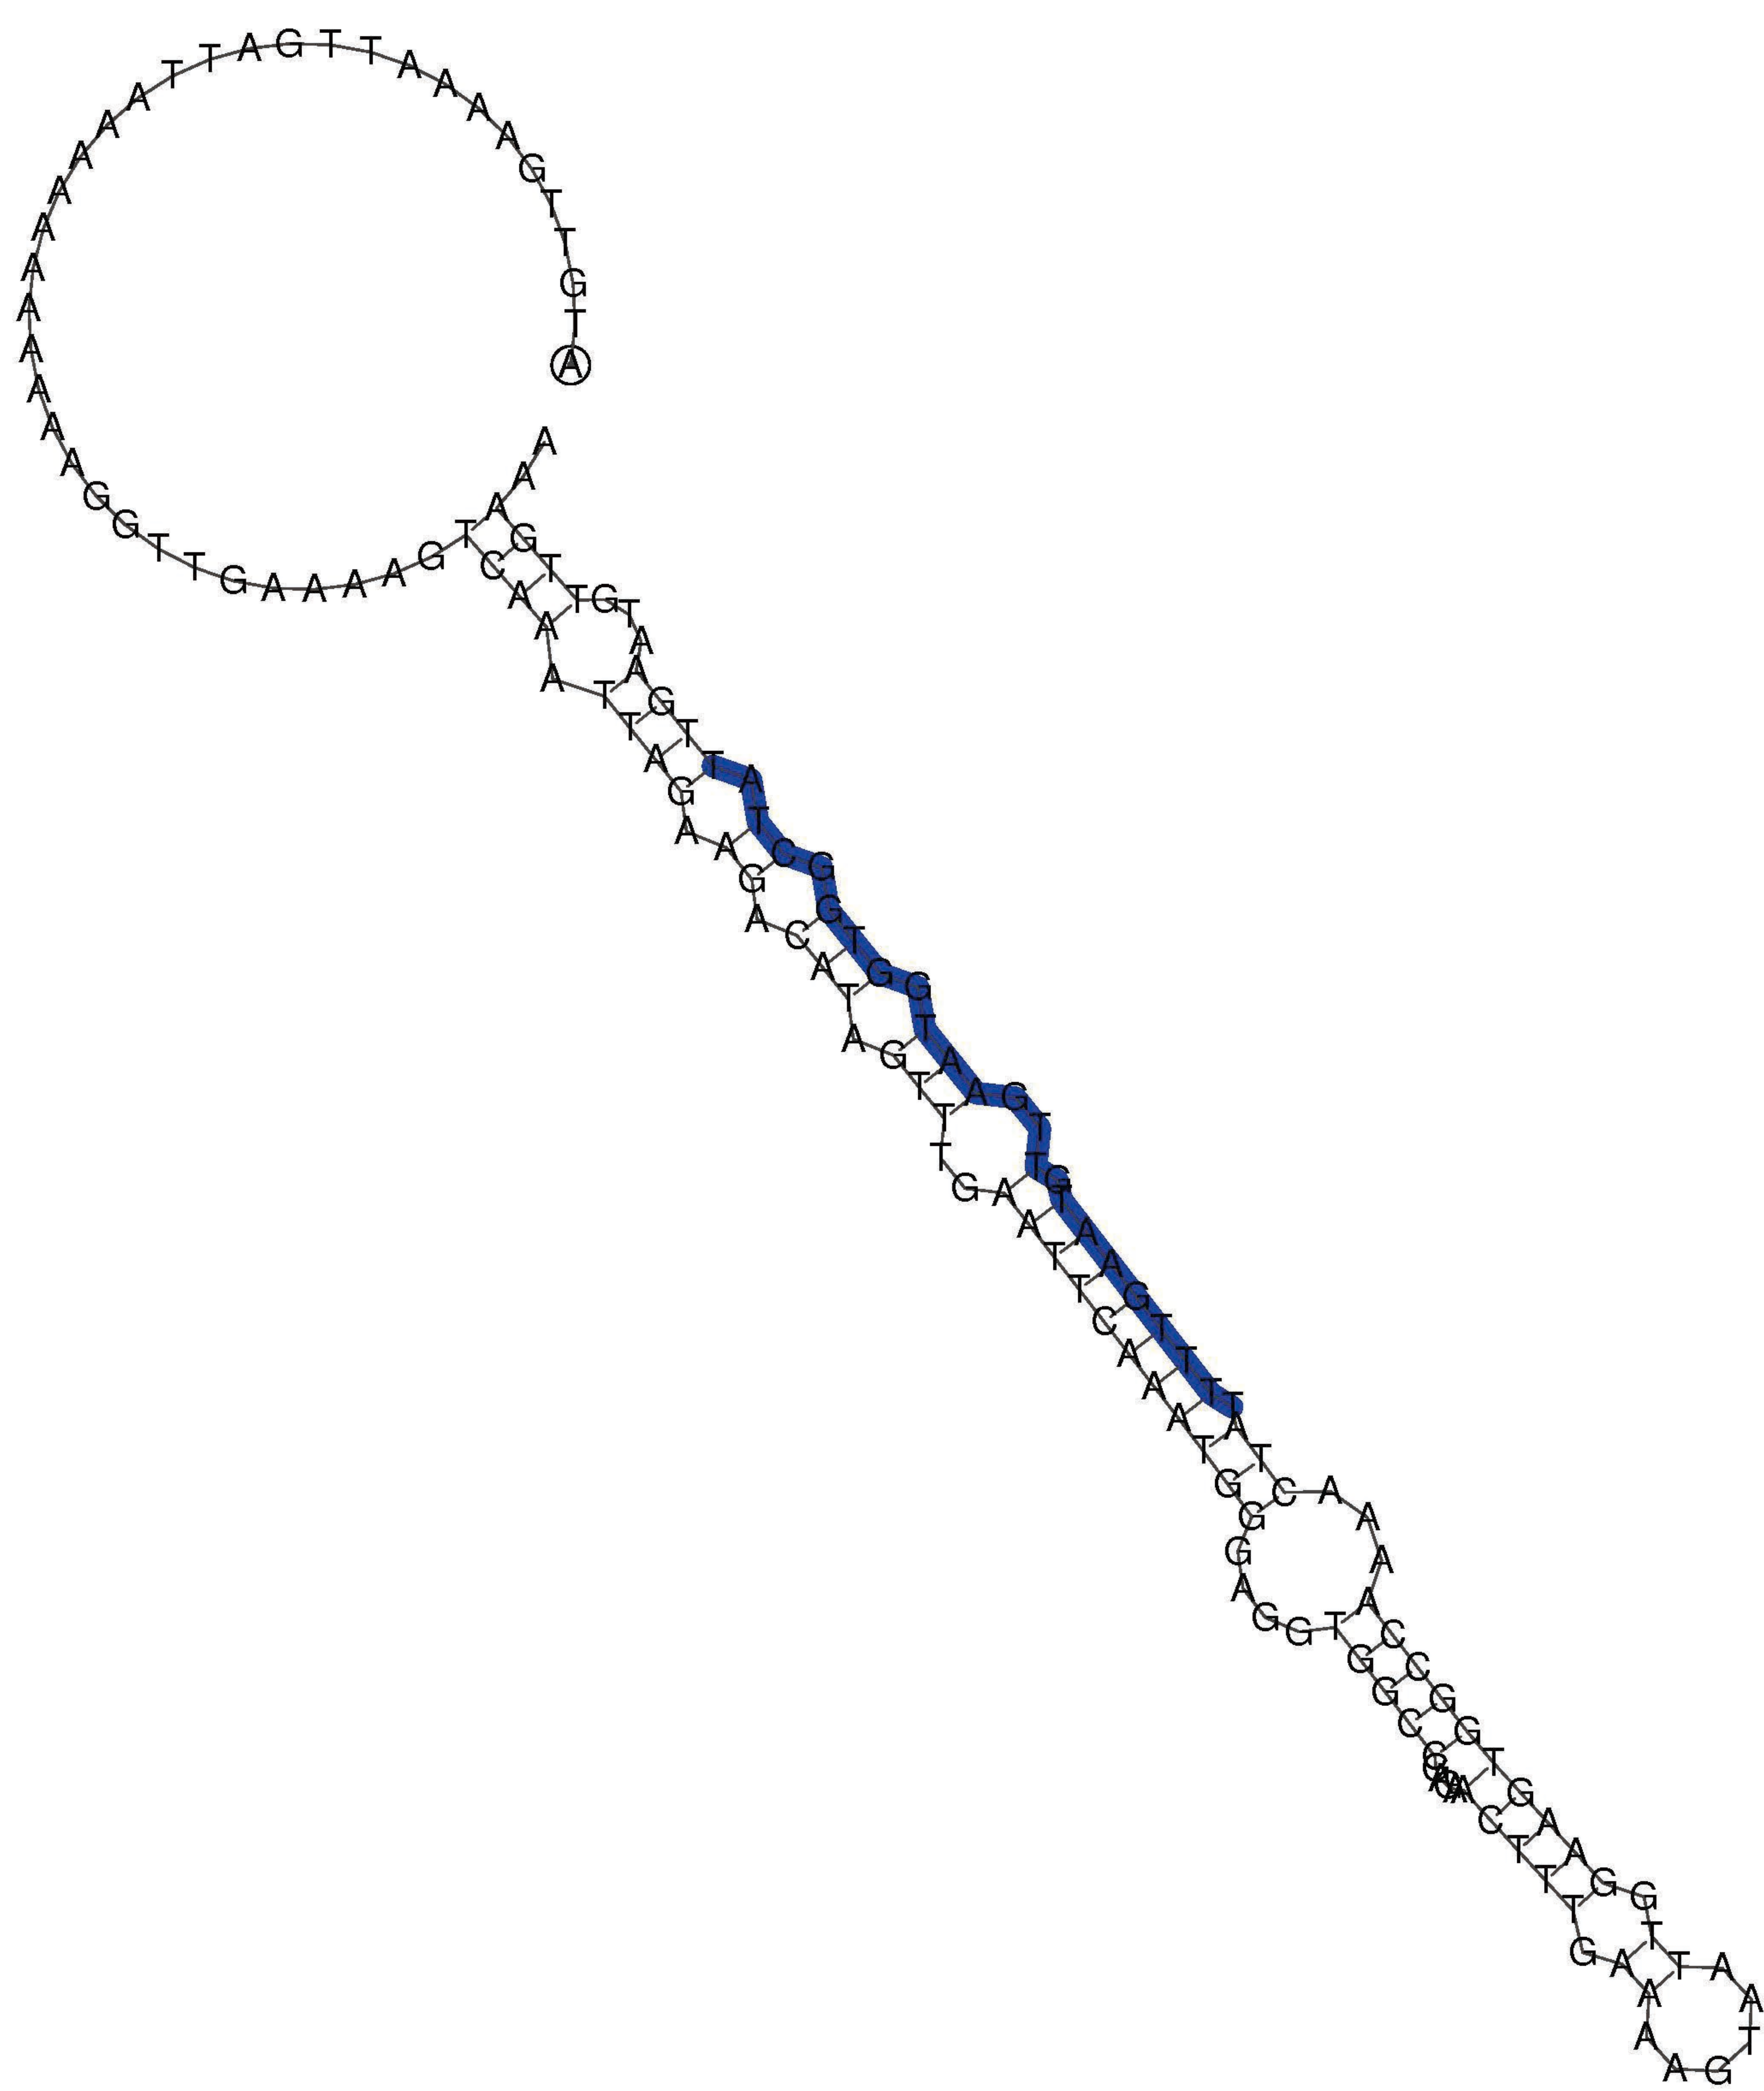

**Supplement:** Figure S3 — Predicted secondary structures of the known miRNAs. The mature miRNA sequences are highlighted in blue and the miRNA* sequences are highlighted in red.

# Supplementary material for: Comparative Analysis of miRNAs and Their Target Transcripts between a Spontaneous Late-Ripening Sweet Orange Mutant and Its Wild-Type Using Small RNA and Degradome Sequencing
**Source:** Front Plant Sci. 2016 Sep 21;7:1416. doi: 10.3389/fpls.2016.01416

## Secondary structure for csi-miRN01

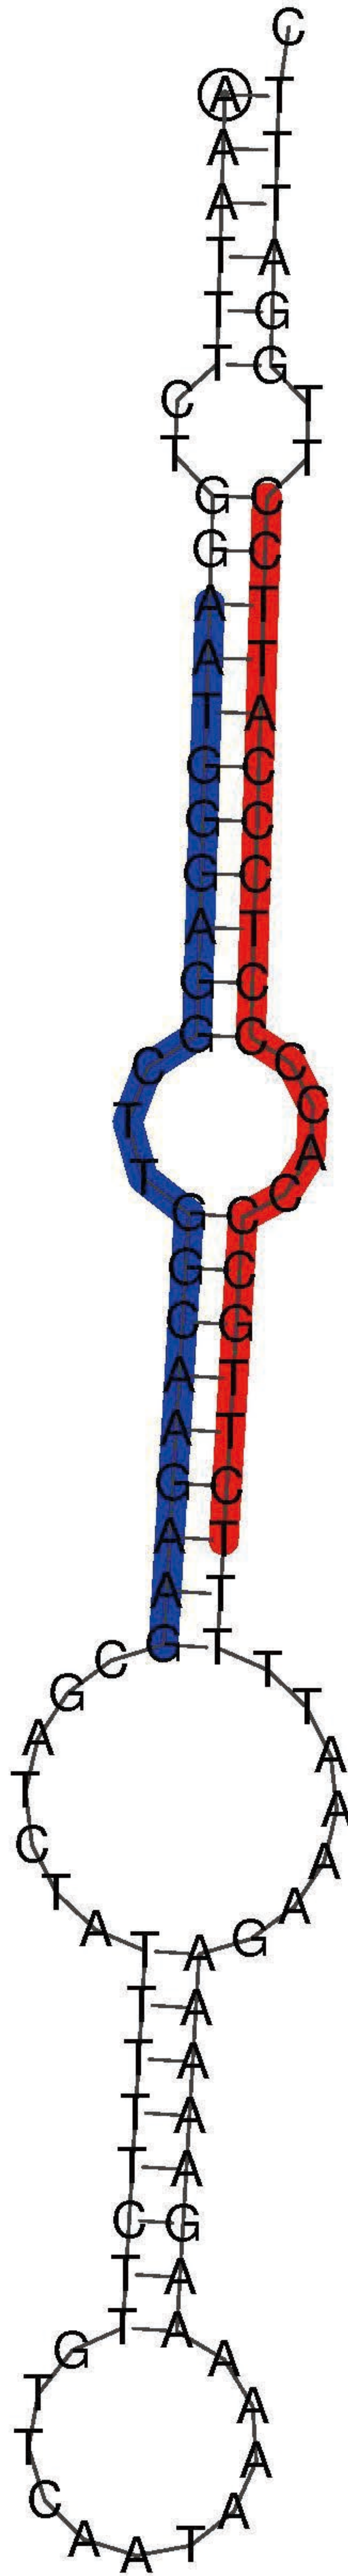

Secondary structure for csi-miRN02

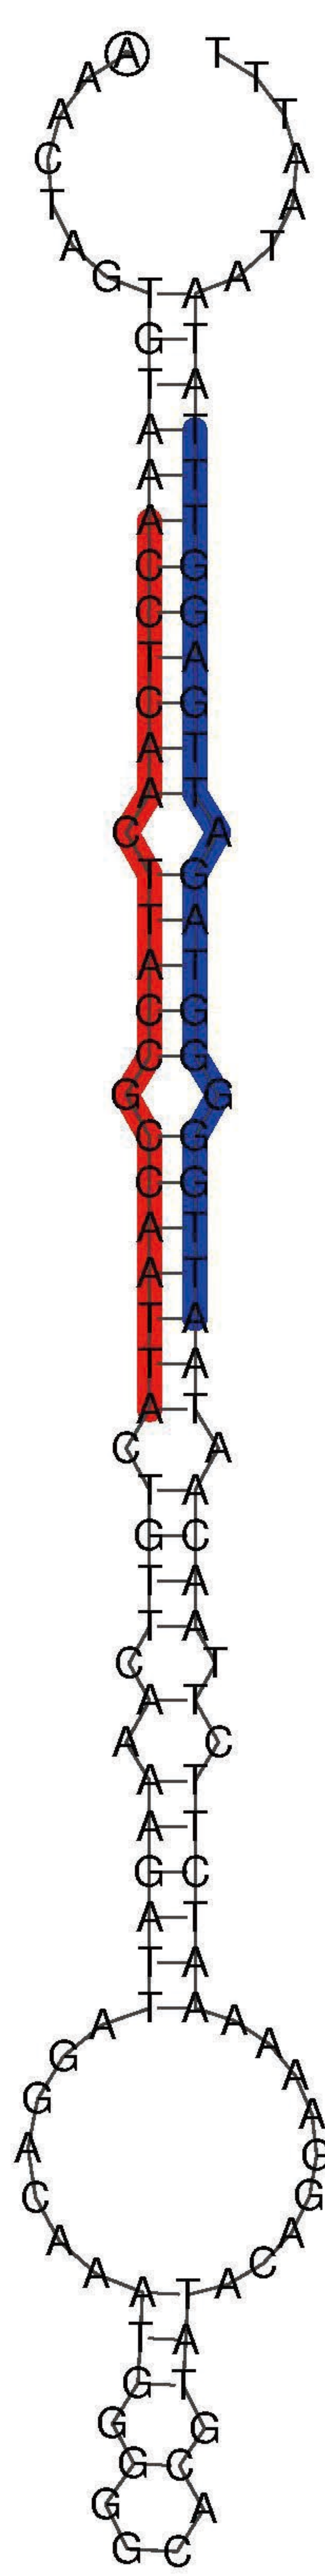

Secondary structure for csi-miRN03

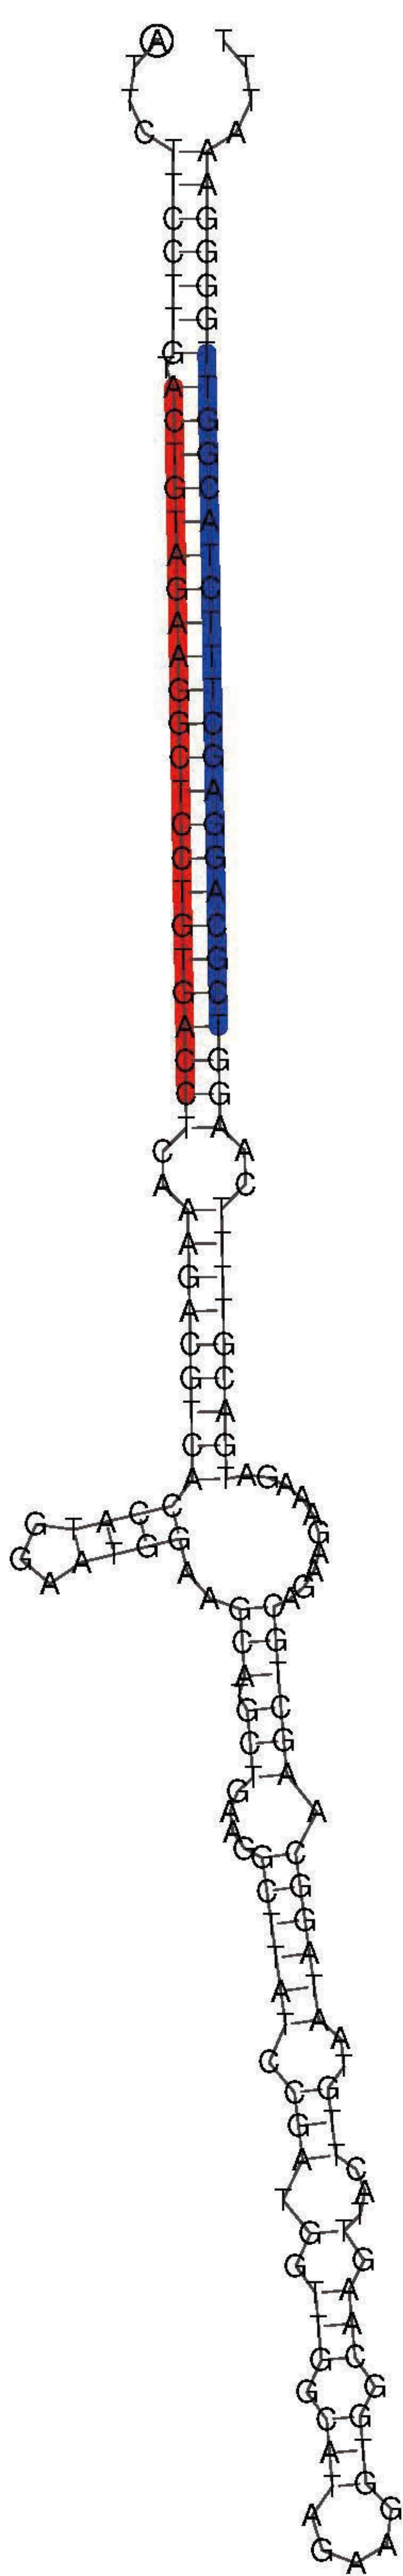

Secondary structure for csi-miRN04

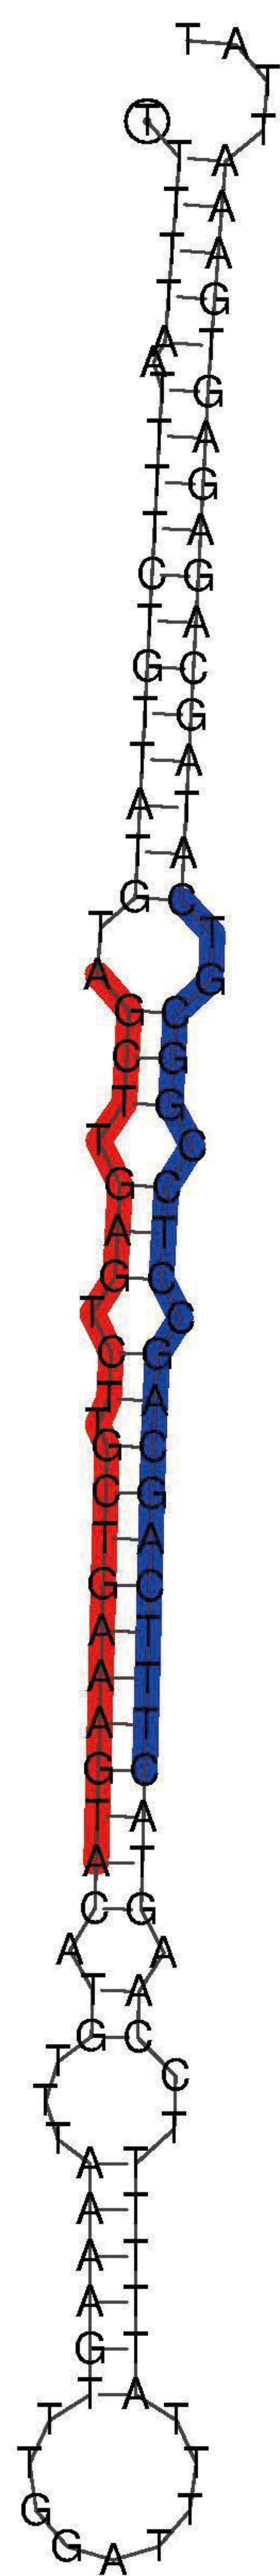

Secondary structure for csi-miRN05

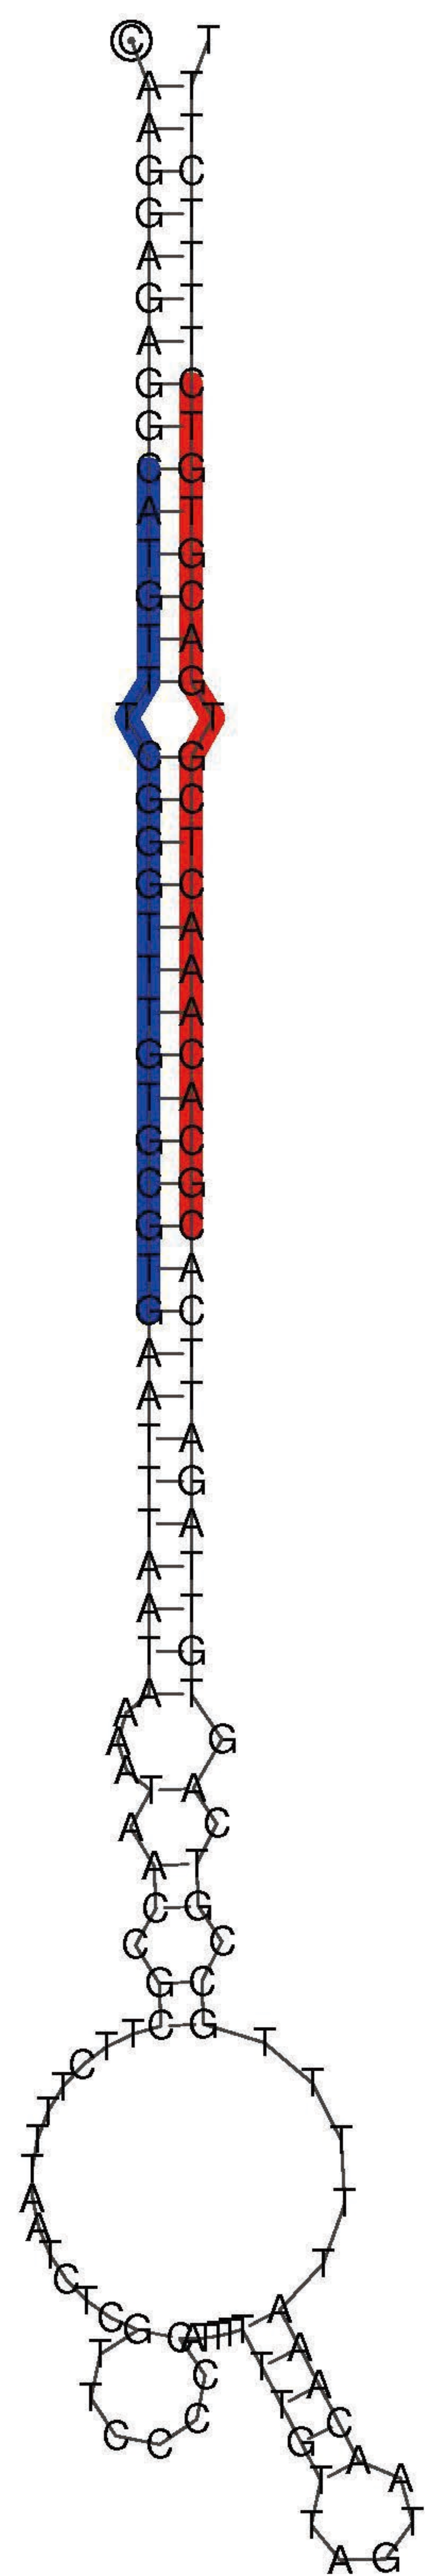

## Secondary structure for csi-miRN06

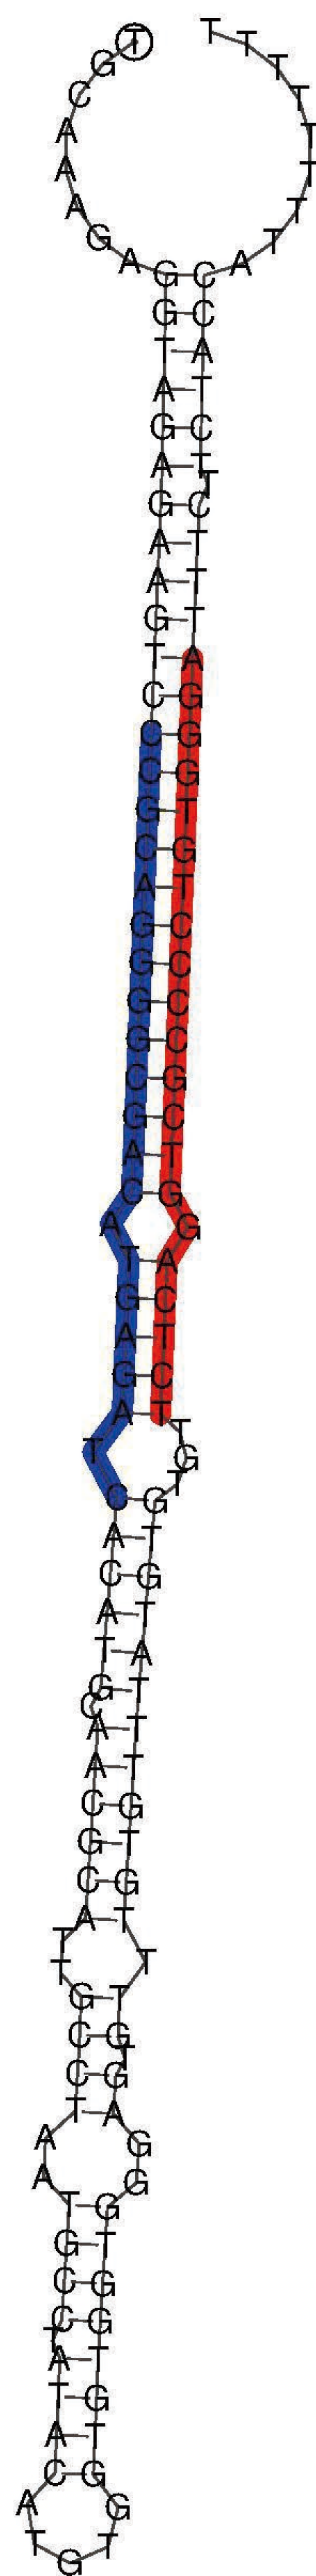

## Secondary structure for csi-miRN07

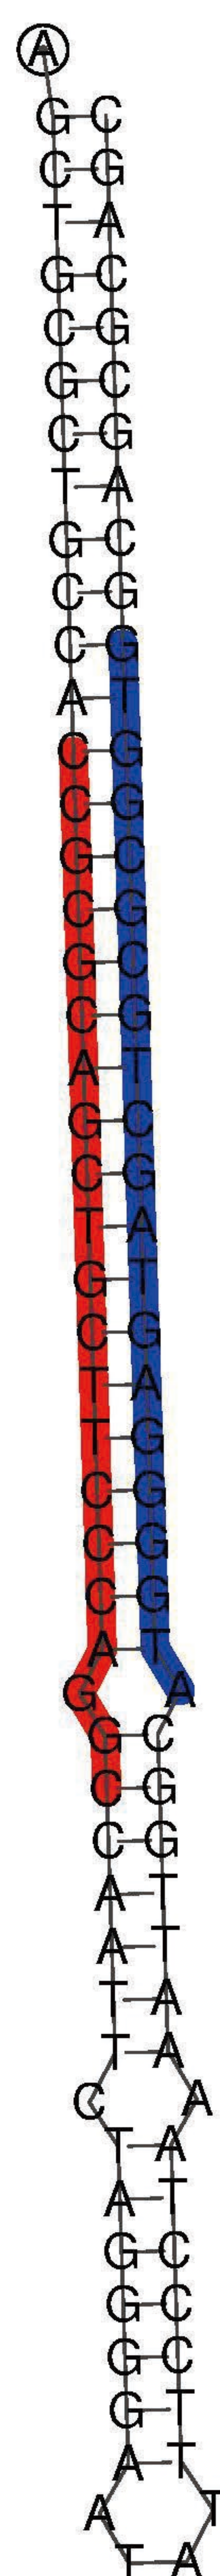

## Secondary structure for csi-miRN08

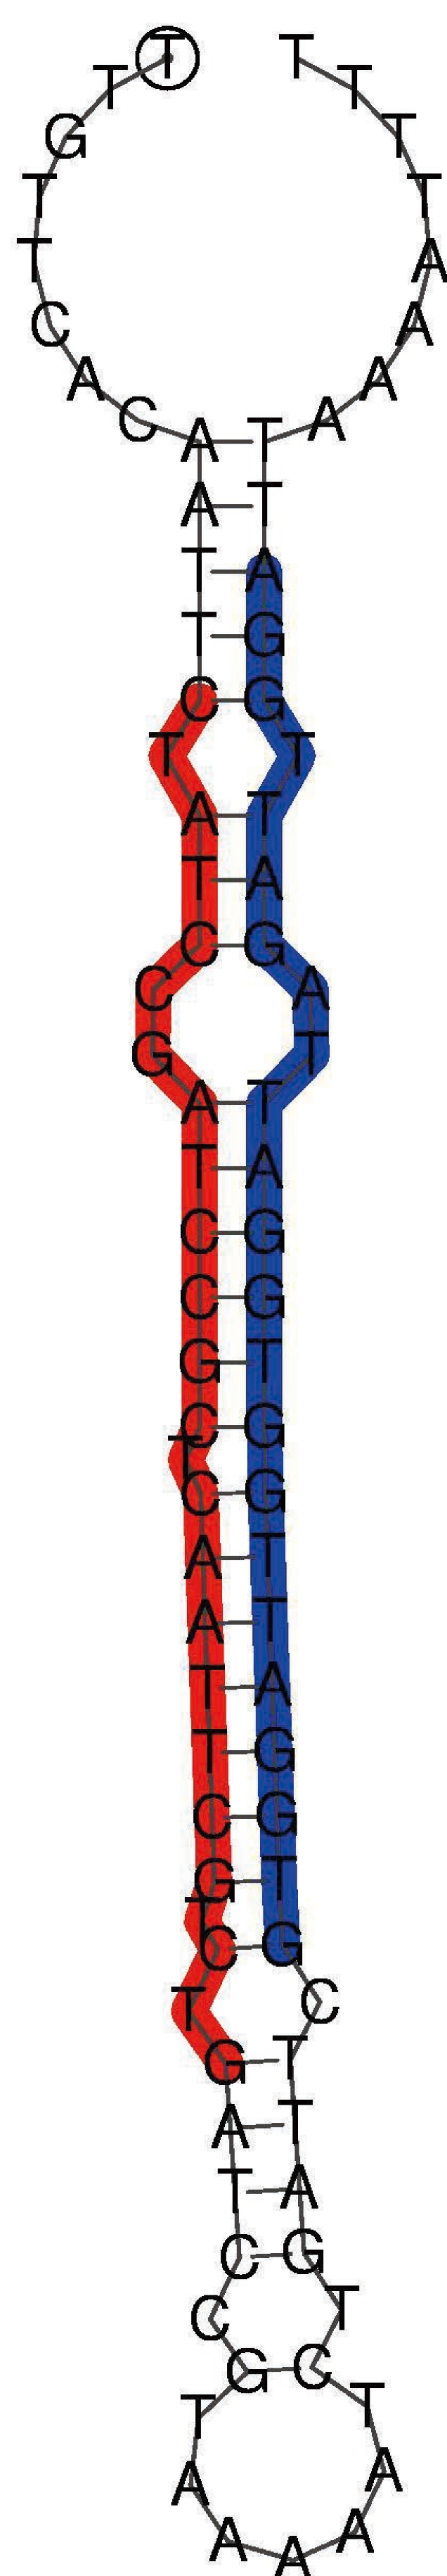

Secondary structure for csi-miRN09

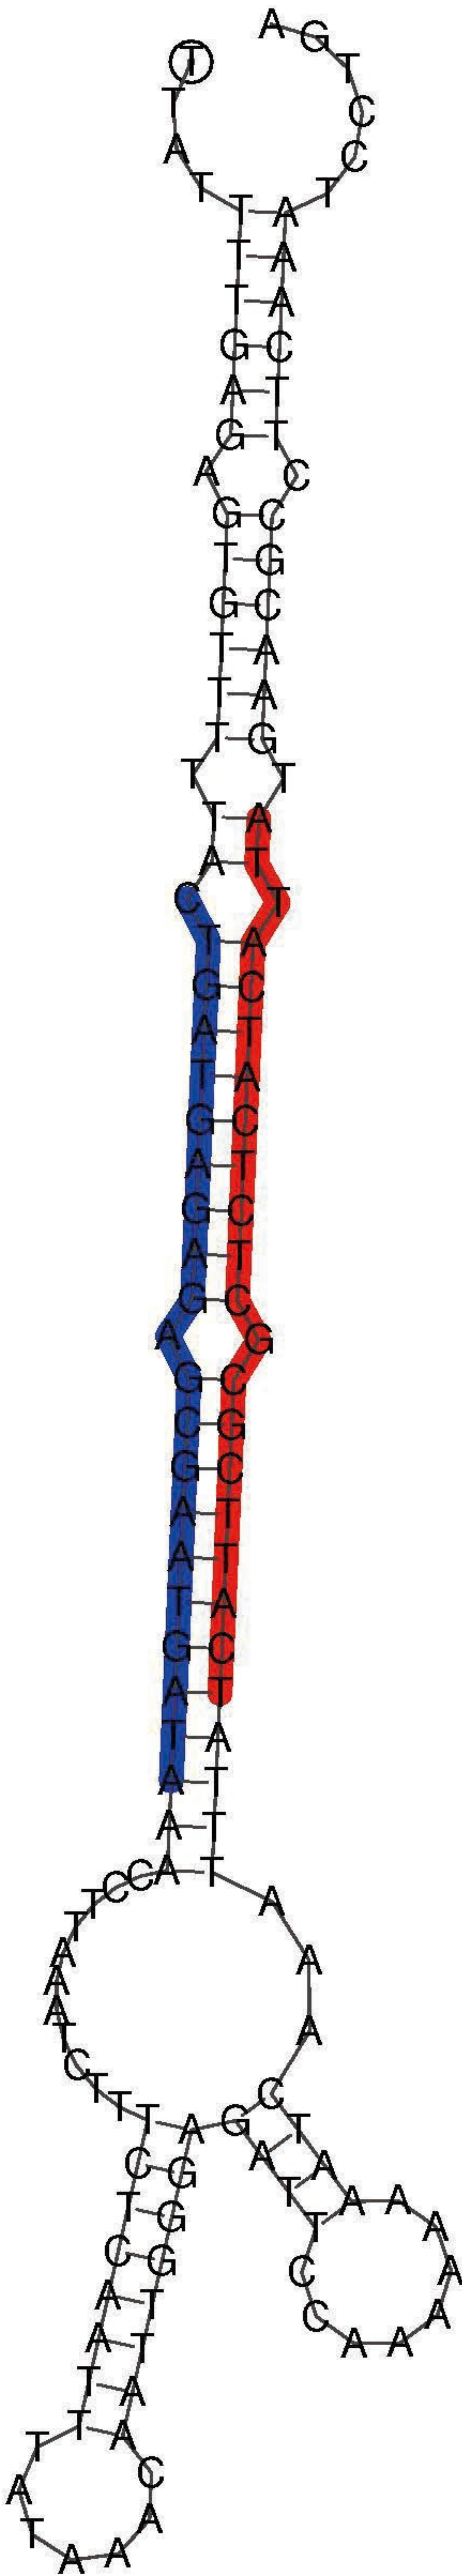

Secondary structure for csi-miRN10

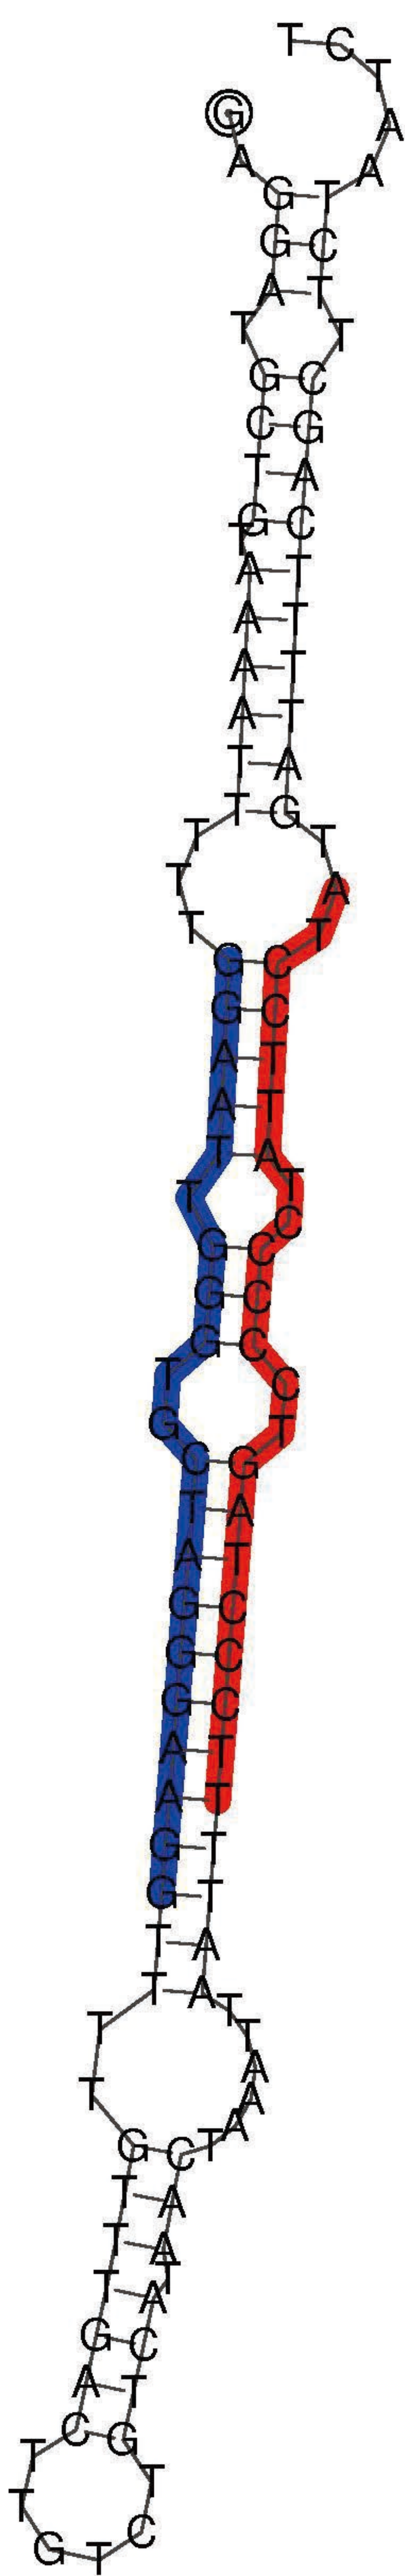

## Secondary structure for csi-miRN11

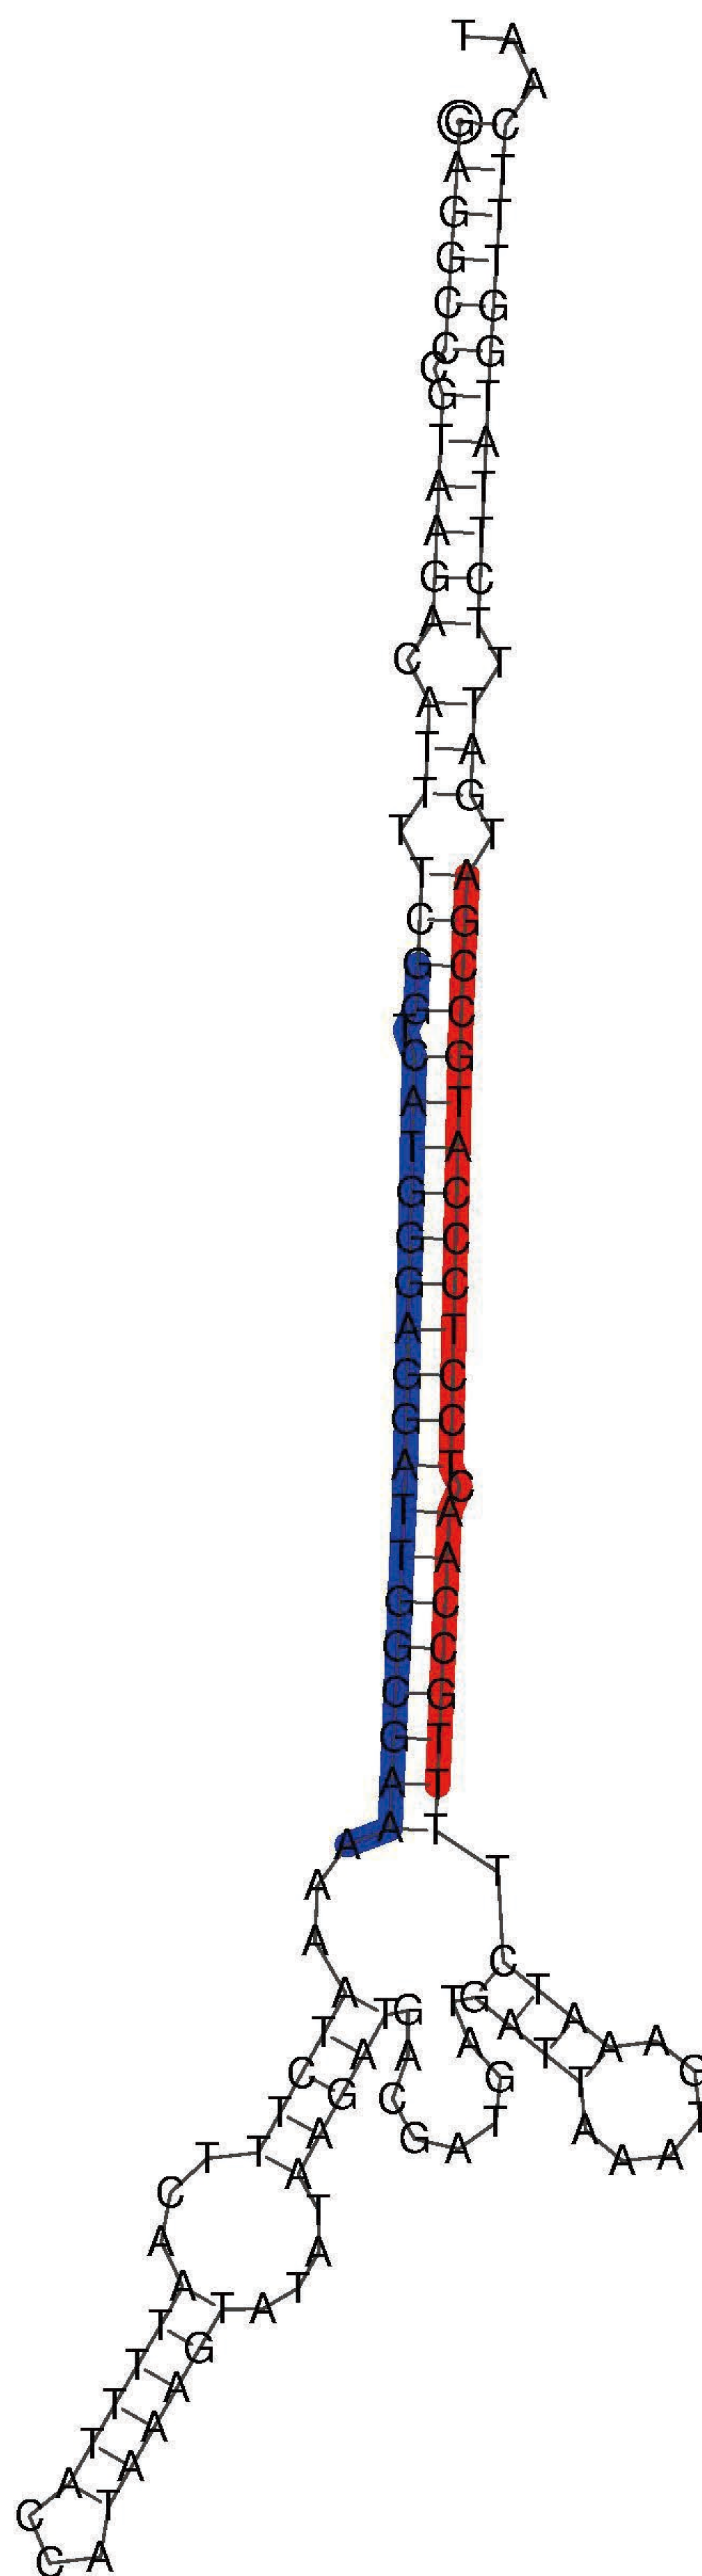

Secondary structure for csi-miRN12

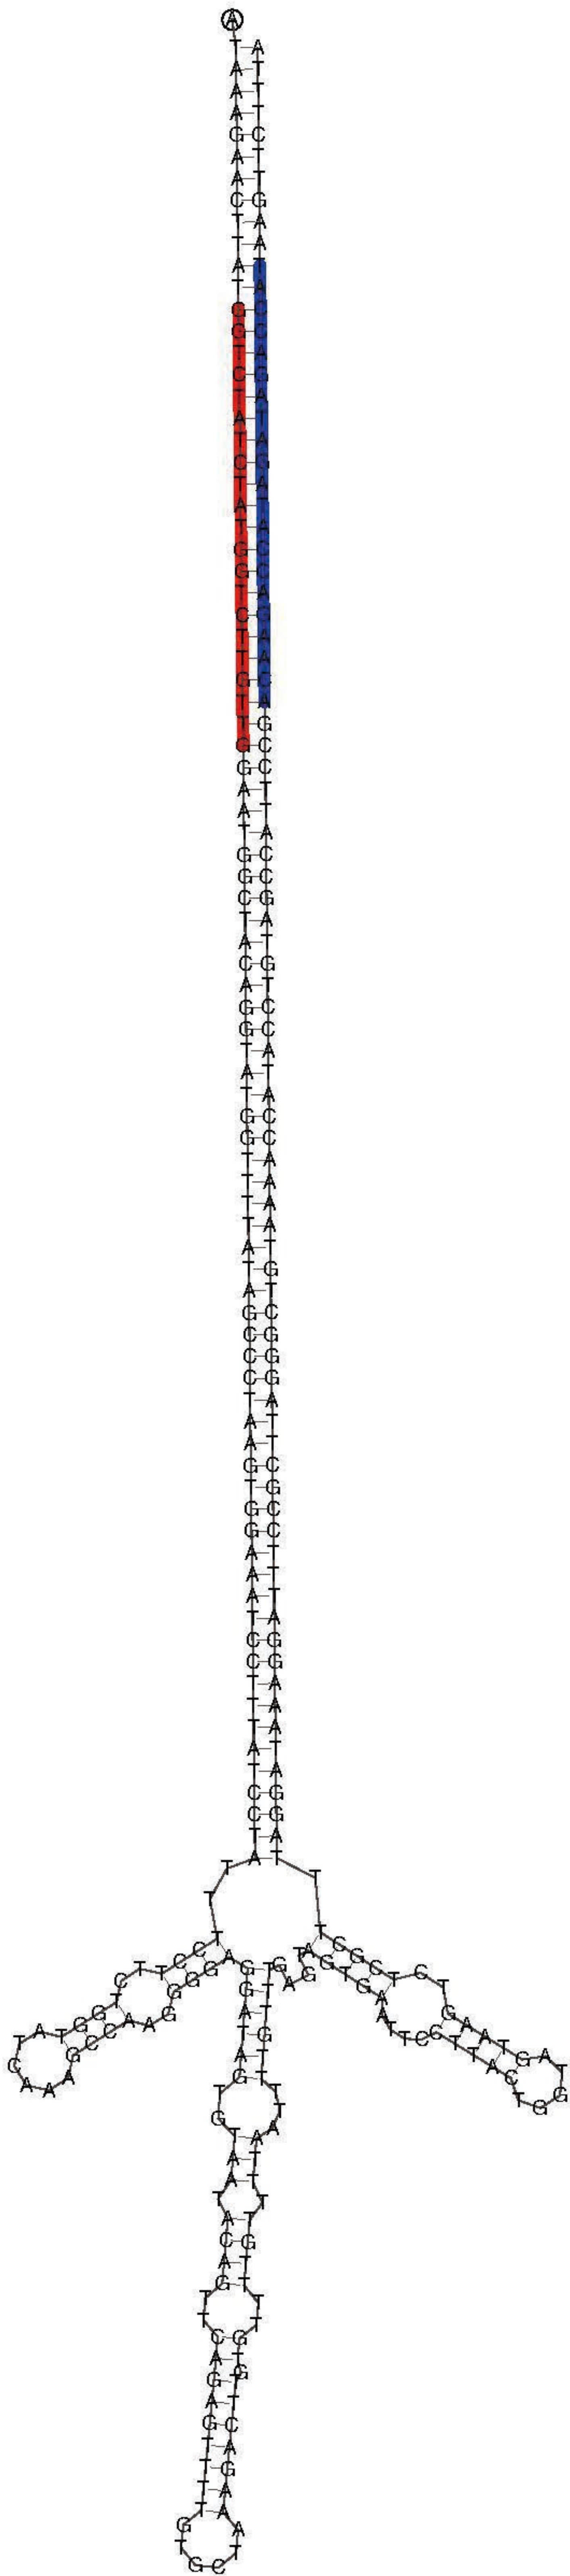

# Secondary structure for csi-miRN13

Secondary structure for csi-miRN14

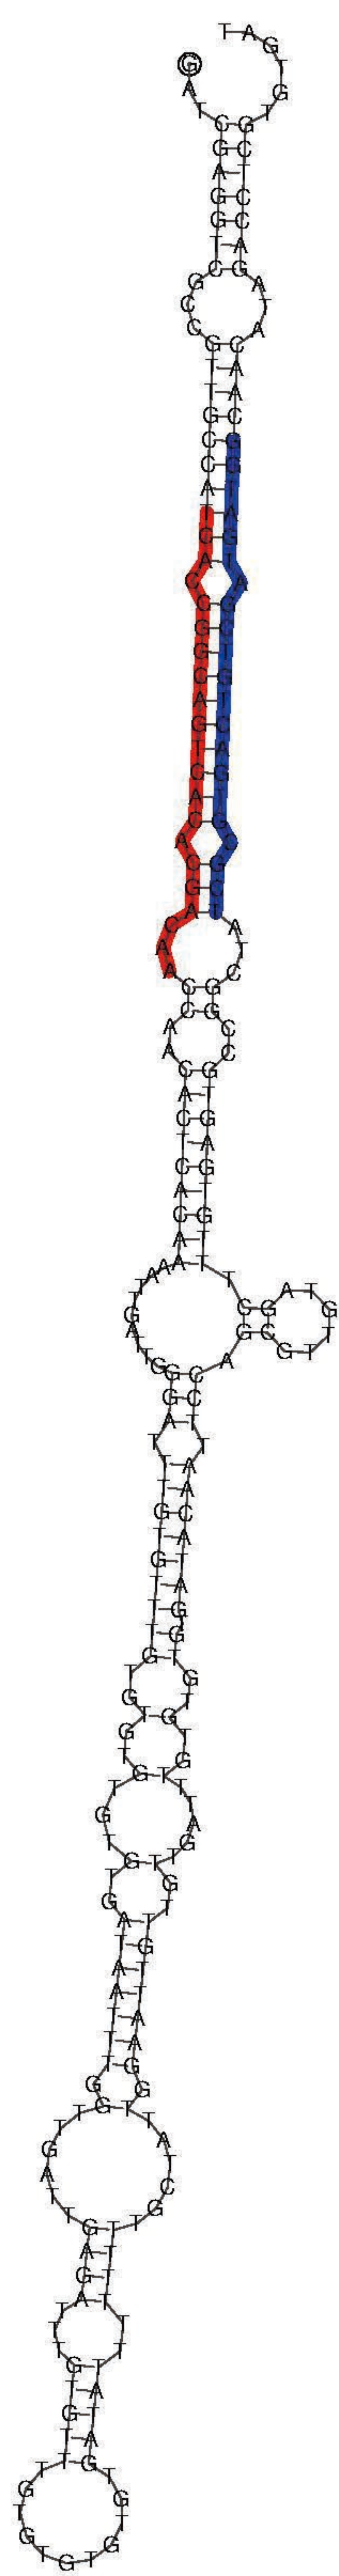

## Secondary structure for csi-miRN15

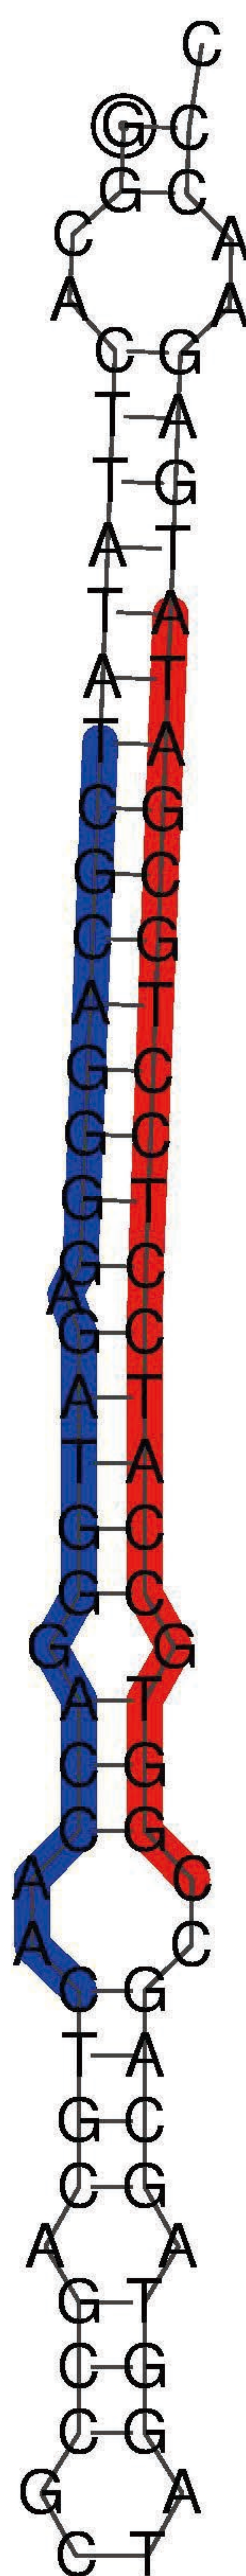

Secondary structure for csi-miRN16

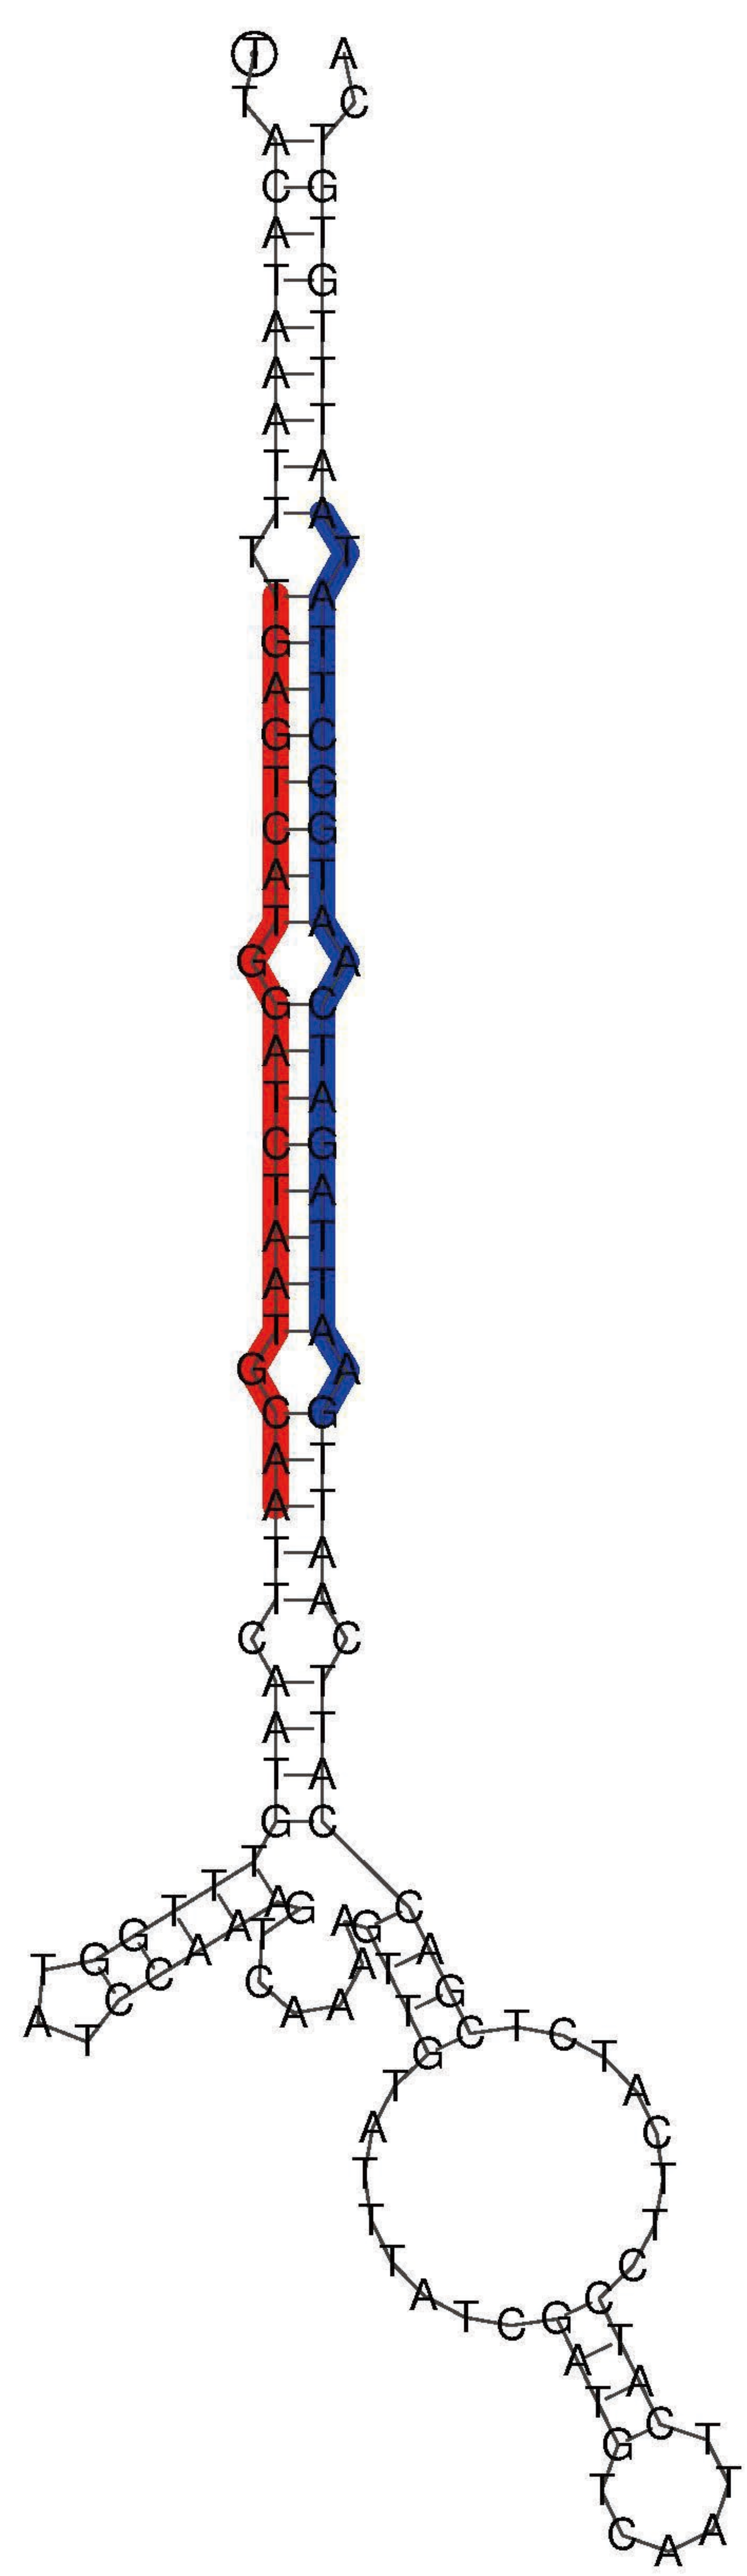

## Secondary structure for csi-miRN17

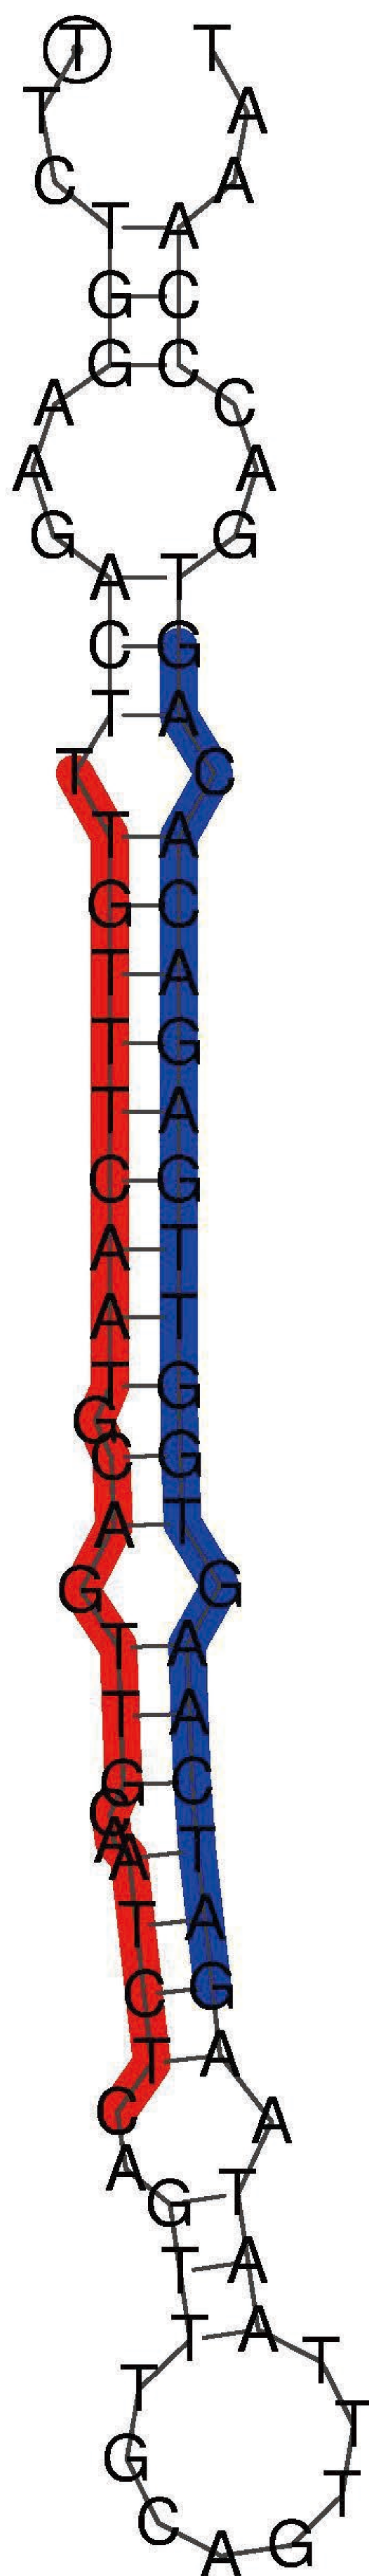

Secondary structure for csi-miRN18

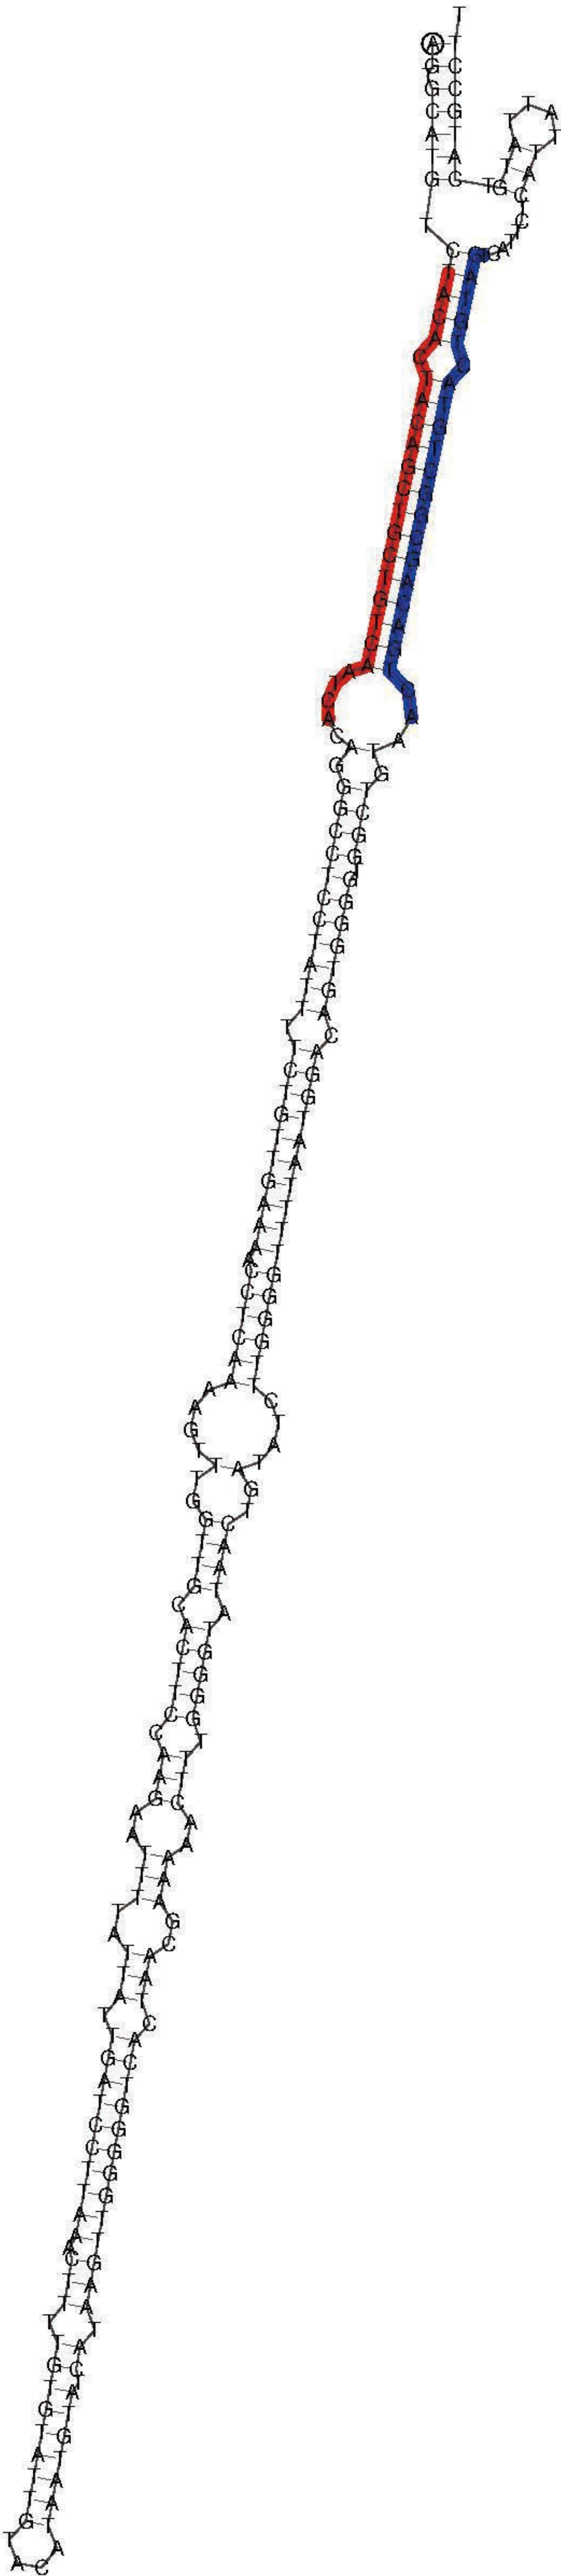

## Secondary structure for csi-miRN19

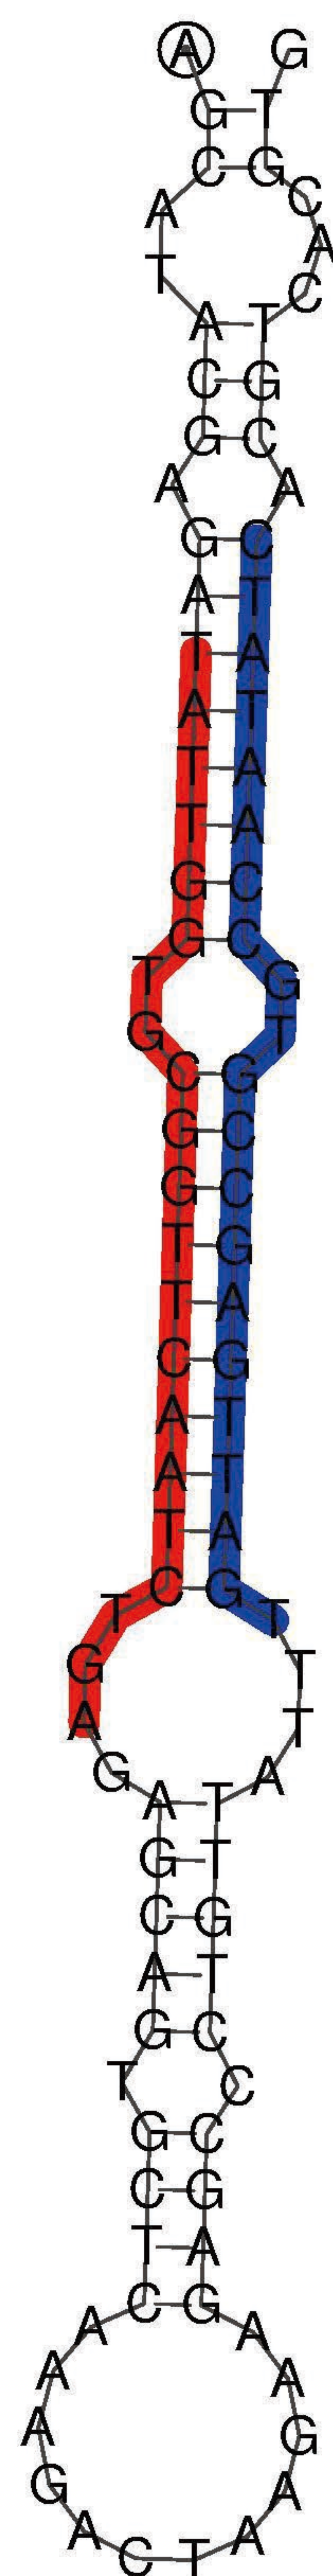

## Secondary structure for csi-miRN20

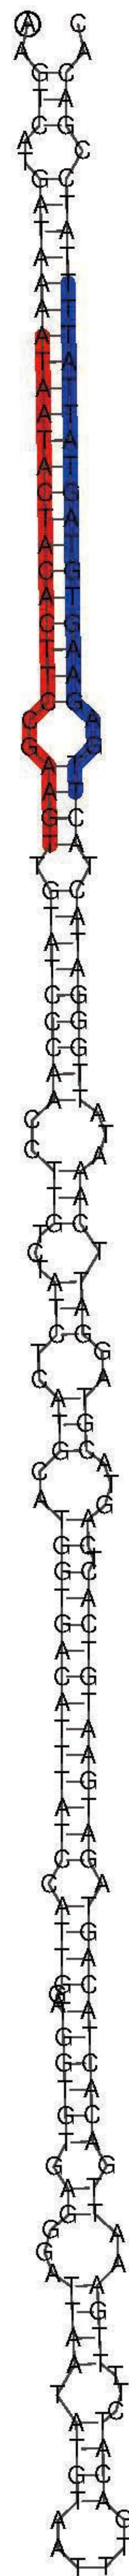

Secondary structure for csi-miRN21

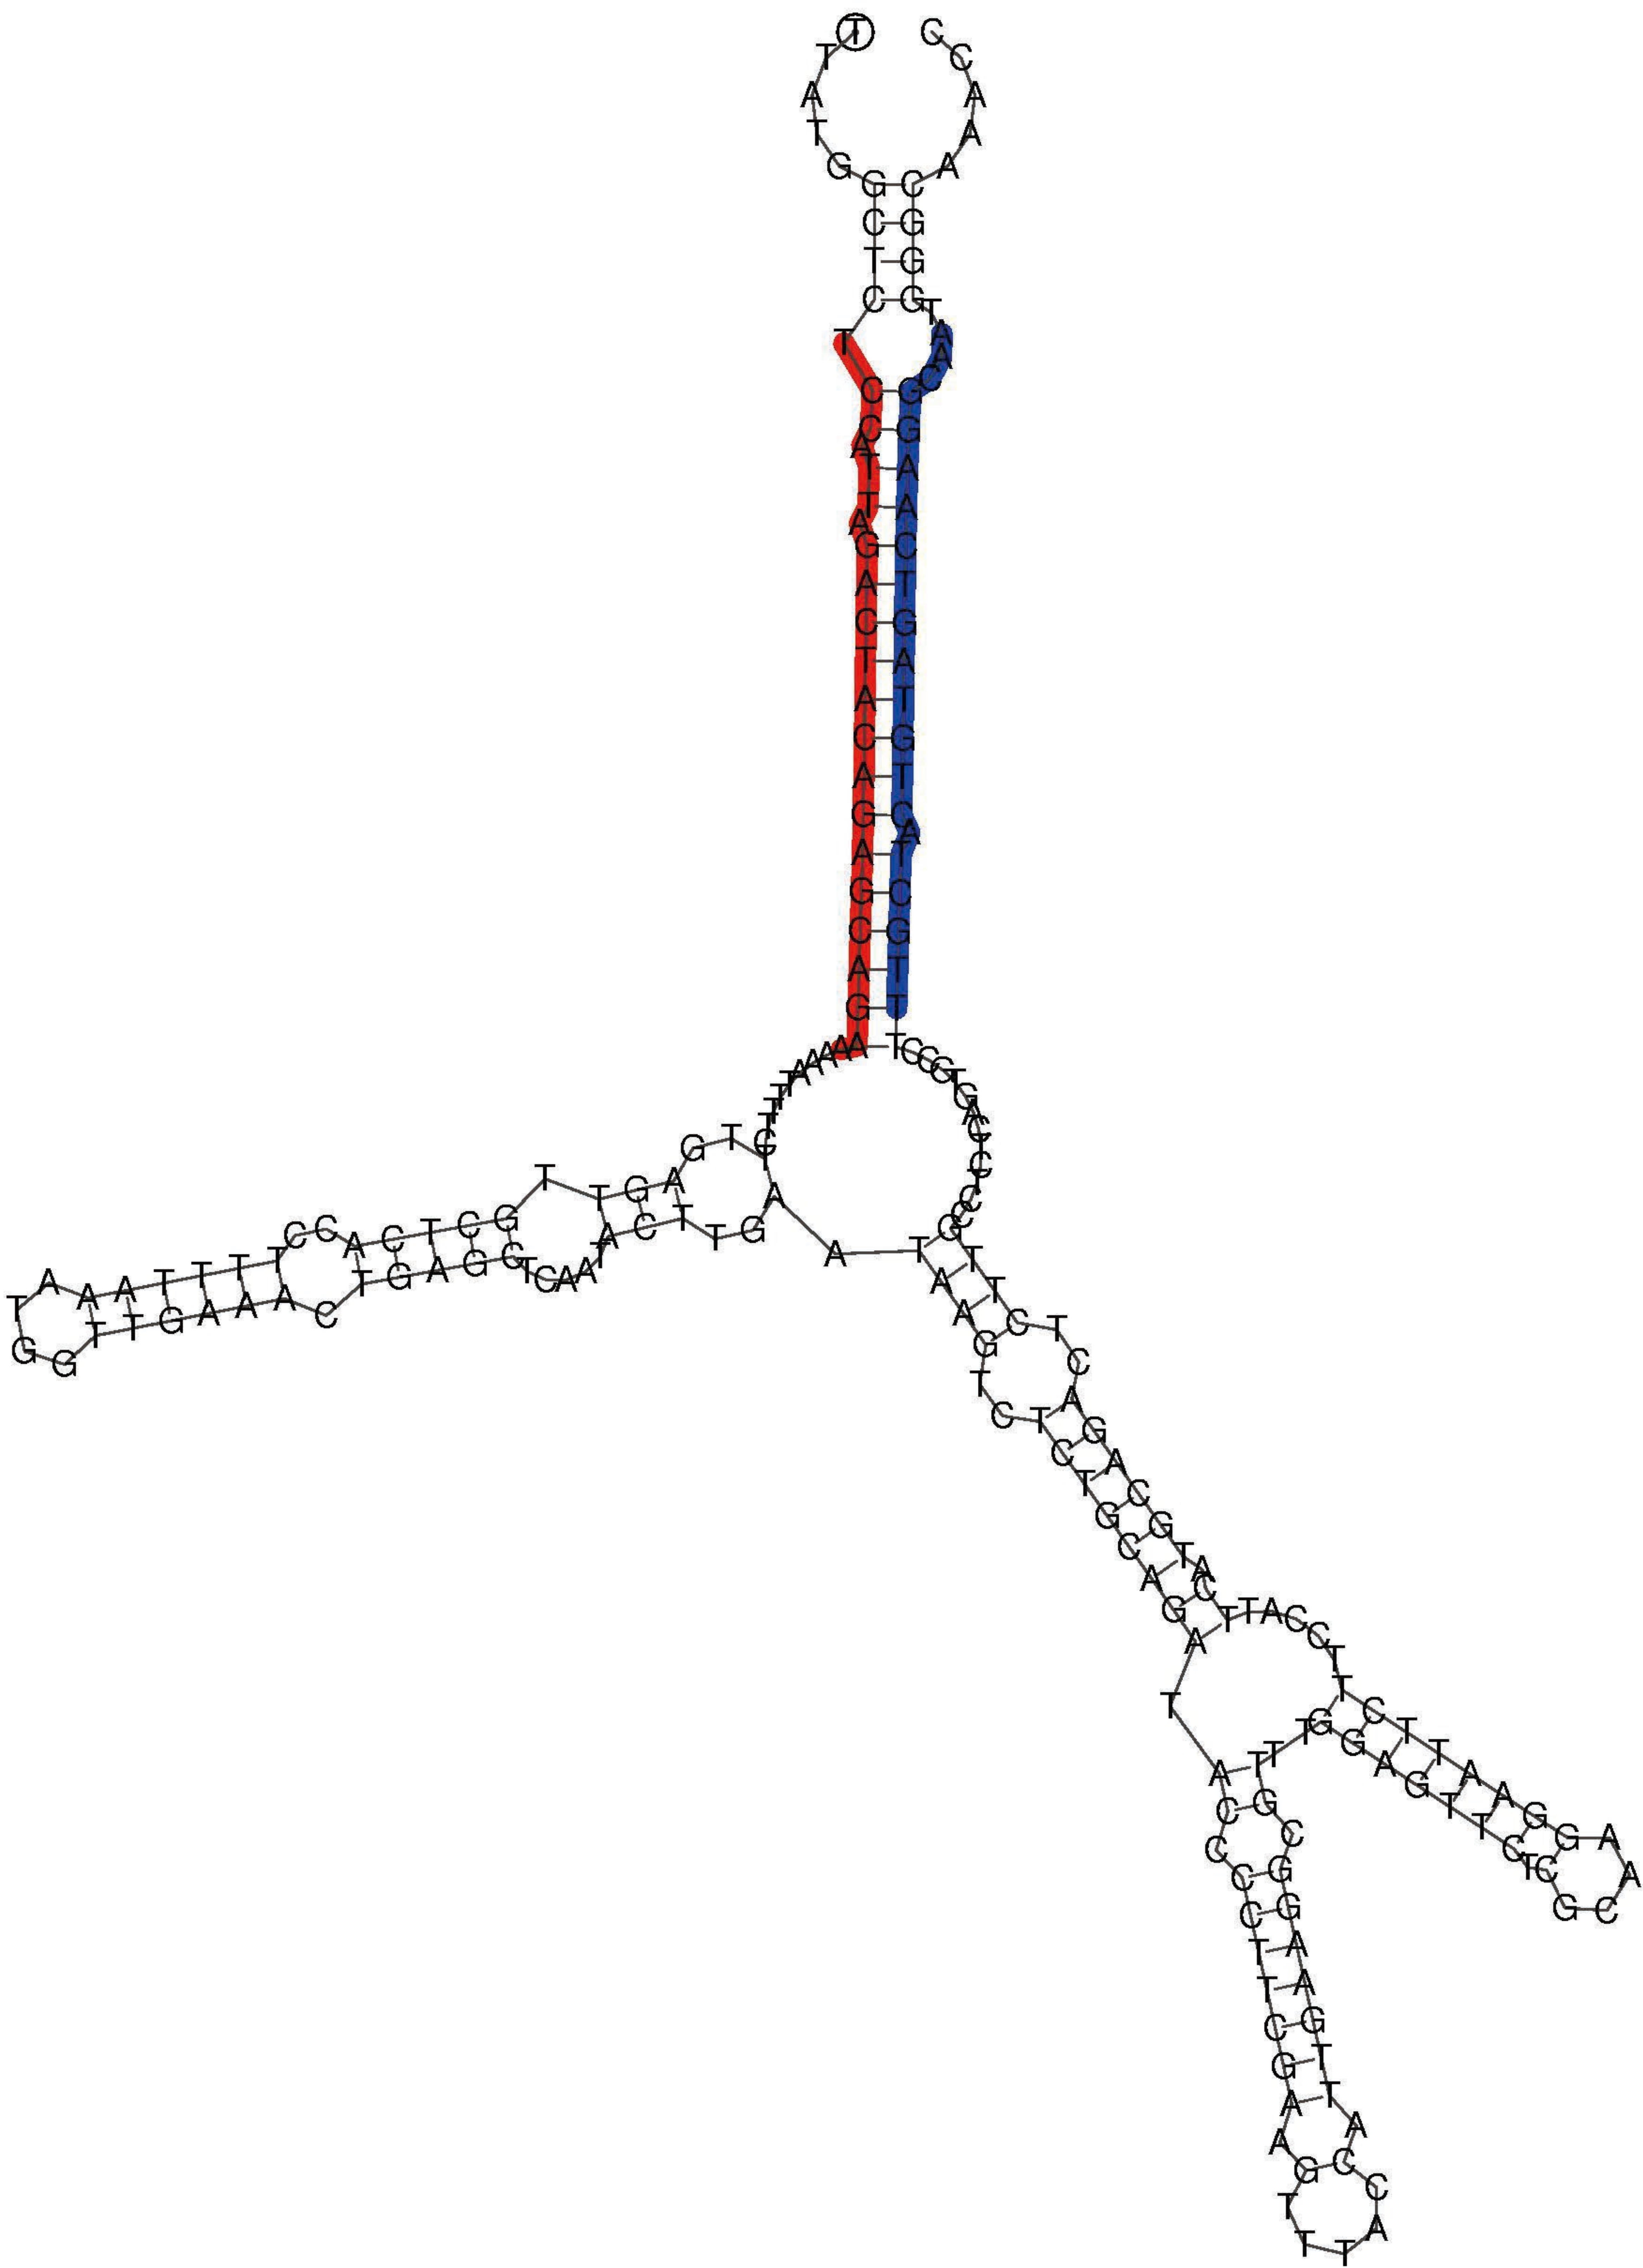

**Supplement:** Figure S4 — Predicted secondary structures of the novel miRNAs. The mature miRNA sequences are highlighted in blue and the miRNA* sequences are highlighted in red.

# Supplementary material for: Comparative Analysis of miRNAs and Their Target Transcripts between a Spontaneous Late-Ripening Sweet Orange Mutant and Its Wild-Type Using Small RNA and Degradome Sequencing
**Source:** Front Plant Sci. 2016 Sep 21;7:1416. doi: 10.3389/fpls.2016.01416
**Supplement:** Figure S5 — T-plots of the miRNA targets.

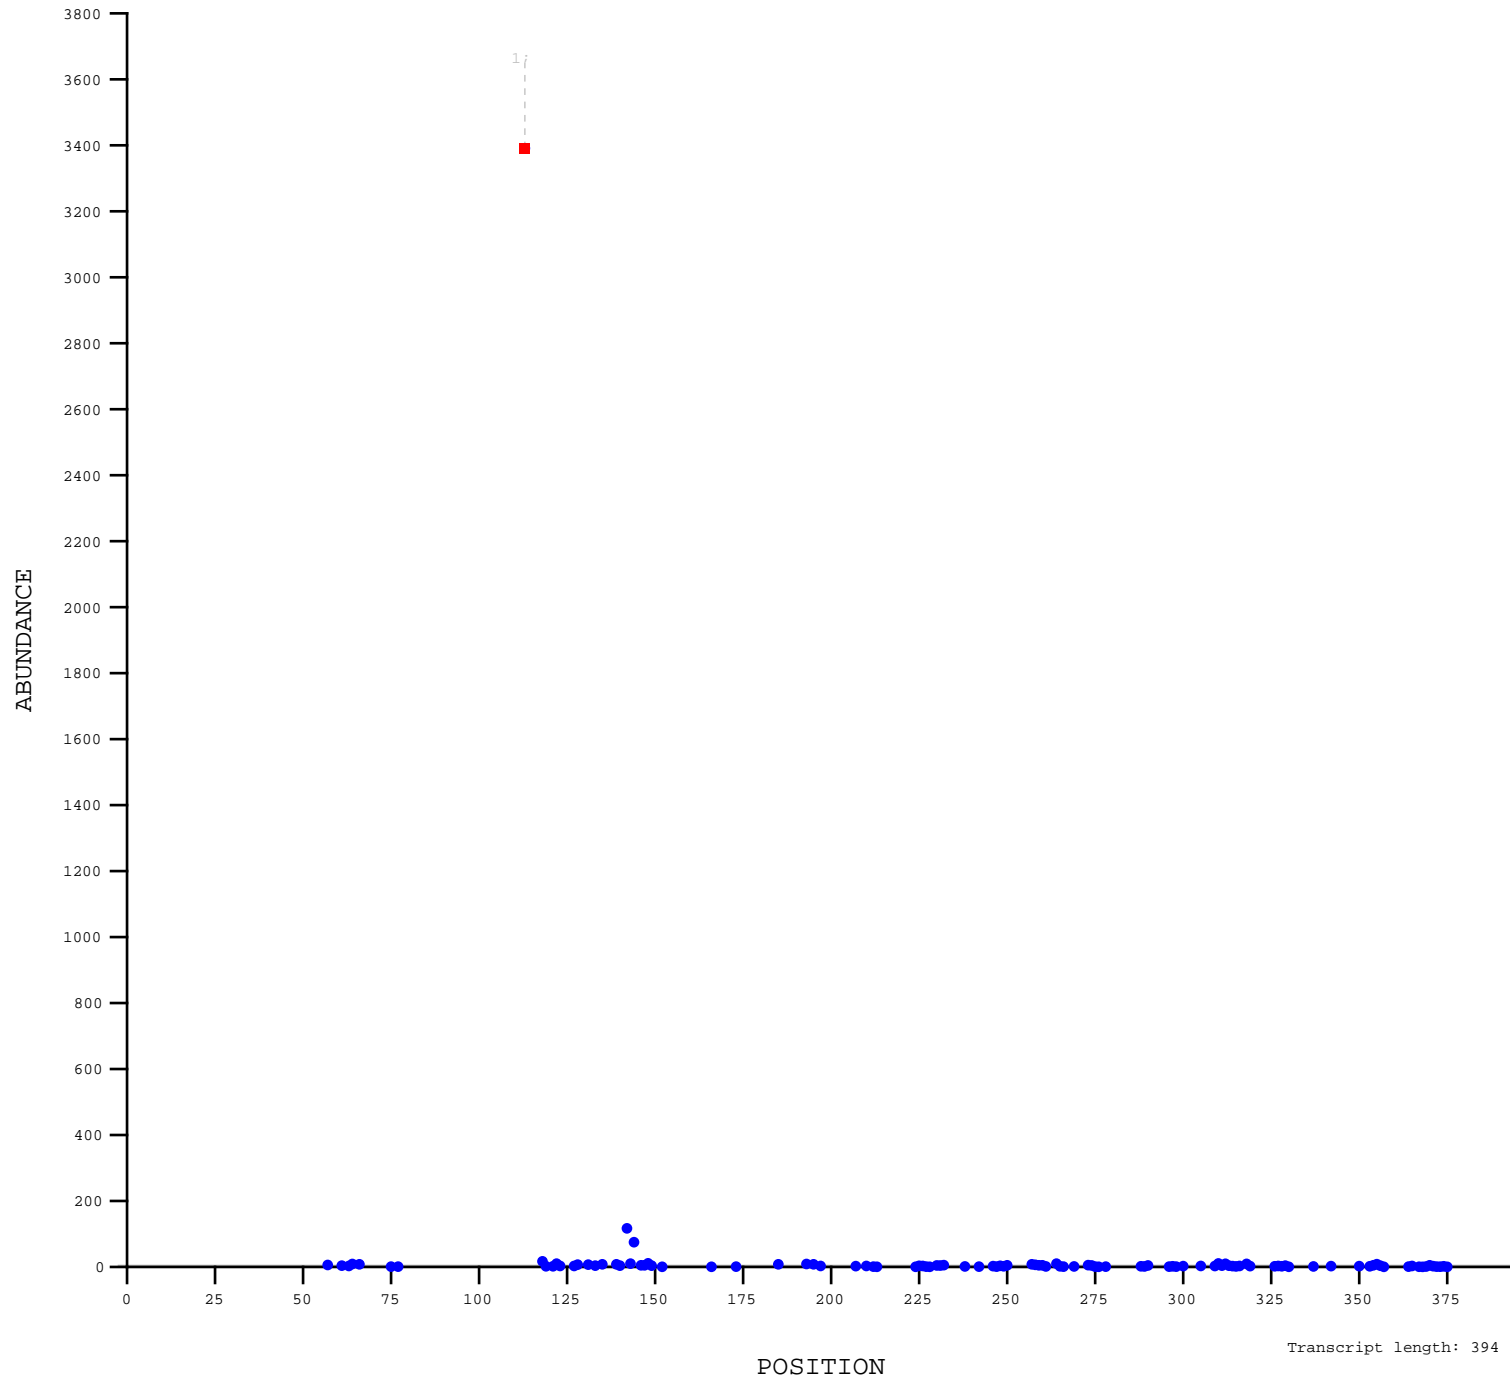

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:113 Abundance: 3391.00(deg) 1(sRNA)  
 5' TAGATAAAGATGAGAGAAAA 3' ID:  
 o|||||  
 3' GGGTGTCTATTCT-CTCTCTTTTTTTTCTC 5' Score: 1.5  
 p-value: 0.0

Cs5g01380.1 gene=Cs5g01380 CDS=451-1941

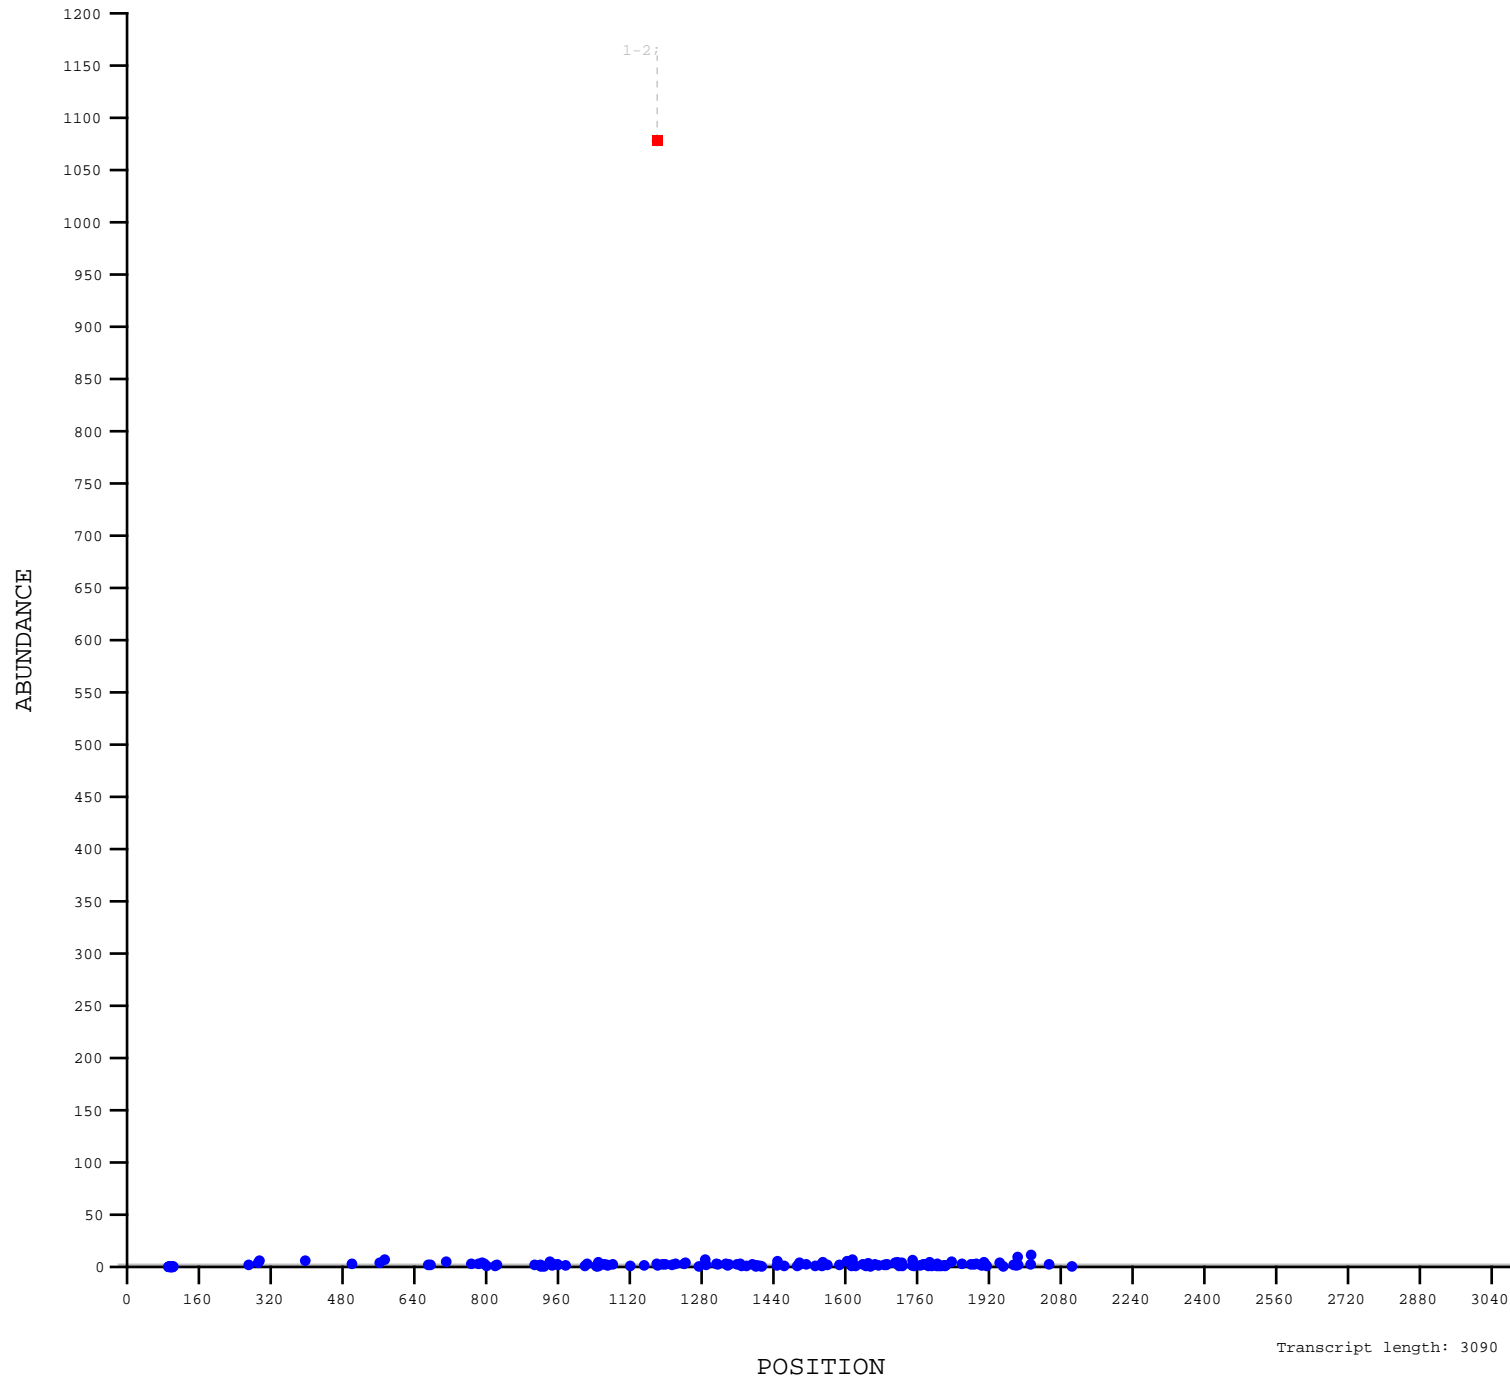

Cs7g26730.1 gene=Cs7g26730 CDS=194-3598

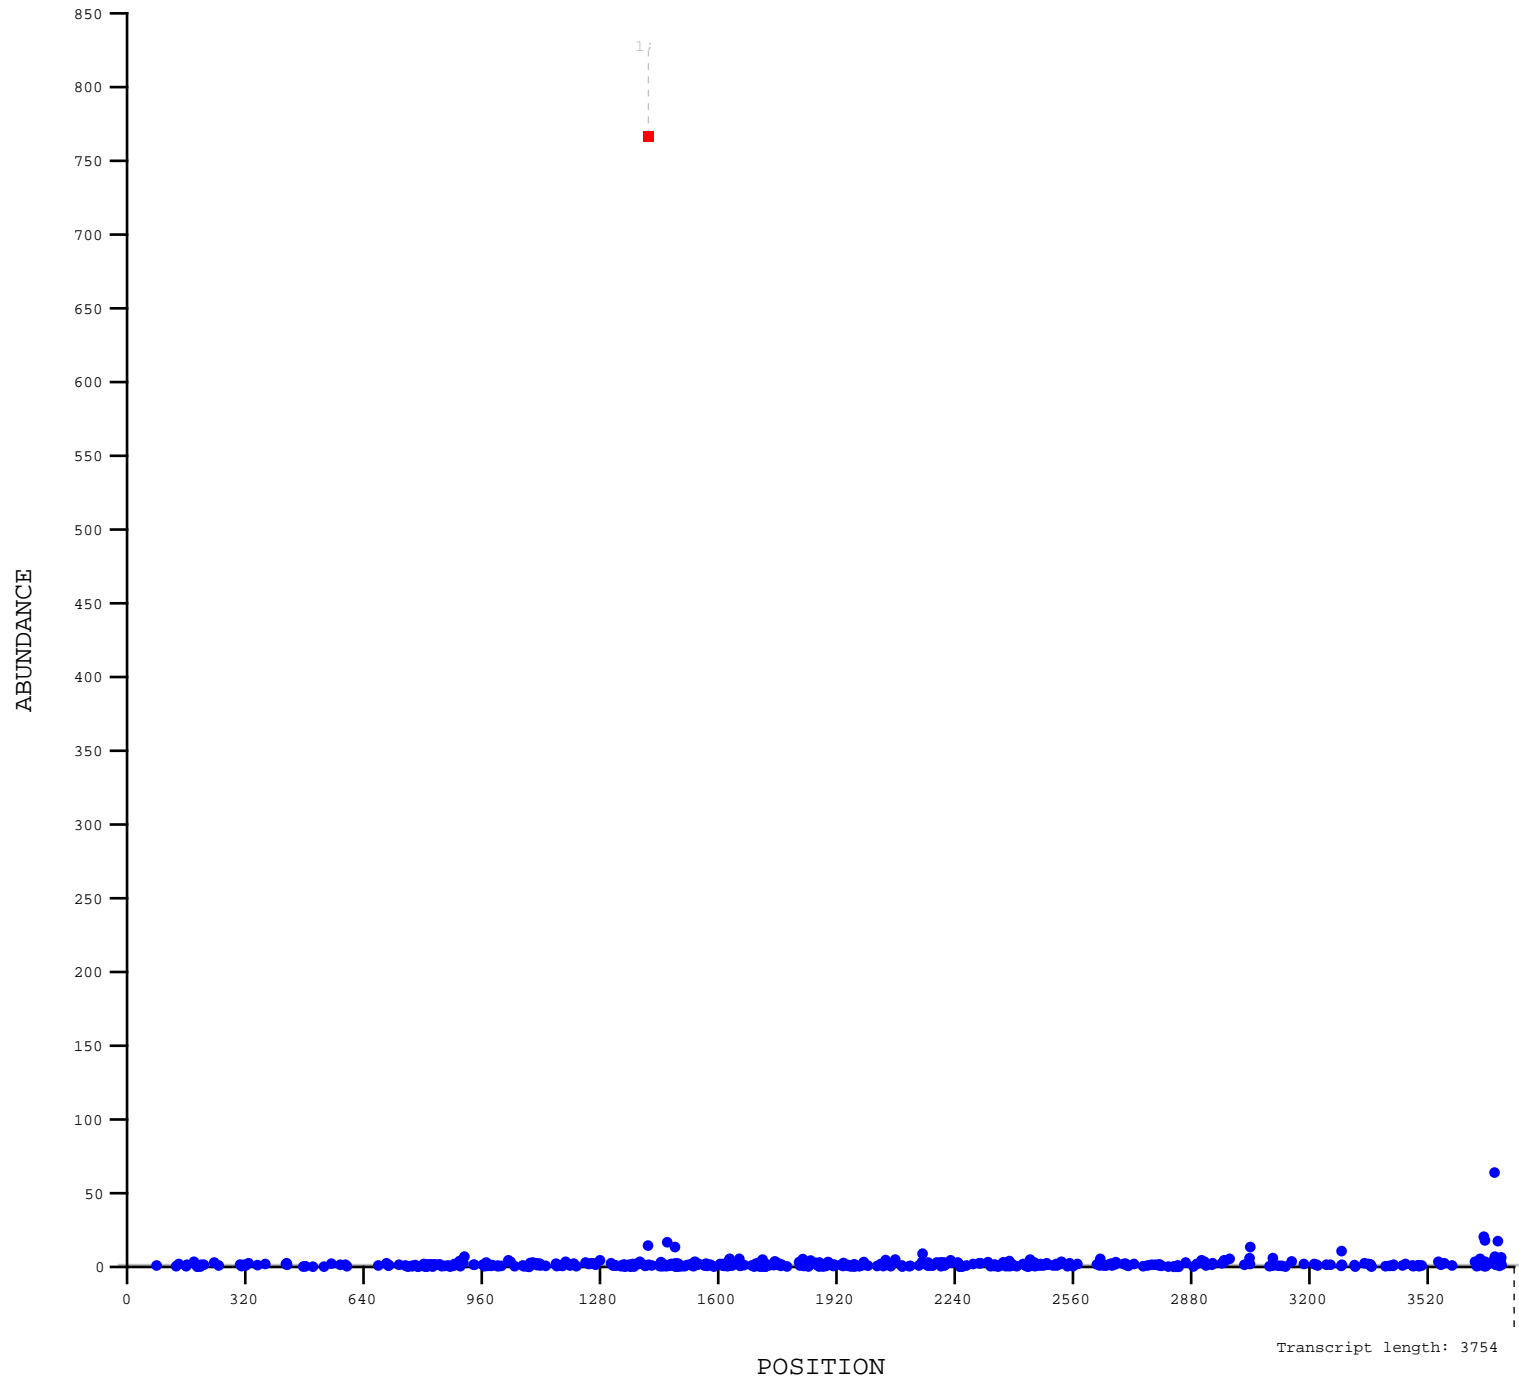

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:1411 Abundance: 766.50(deg) 1(sRNA)  
 5' TTTTTCACACCTCCCATCCC 3' ID:  
 3' AACGTAAAGGGTGTGAGAGAGAAGT 5' Score: 4.0  
 p-value: 0.01

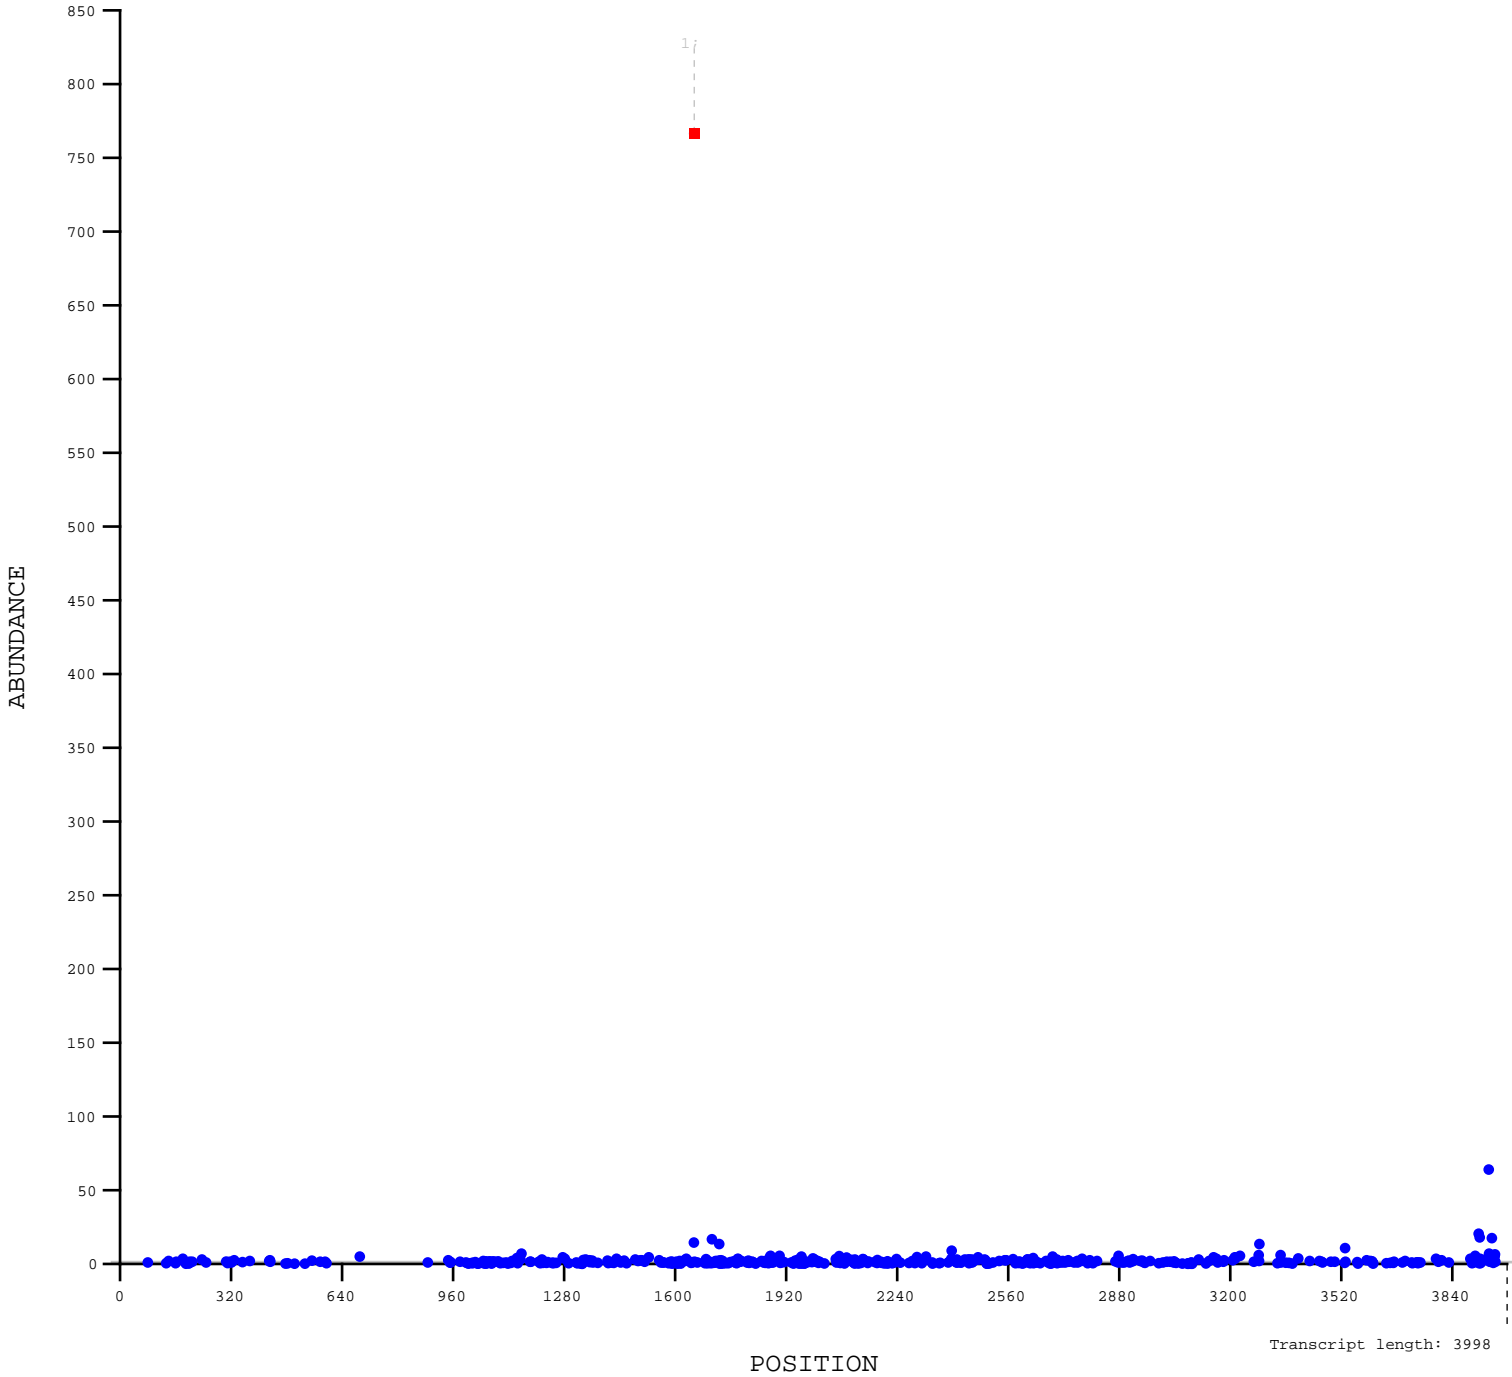

Cs8g13560.1 gene=Cs8g13560 CDS=28-702

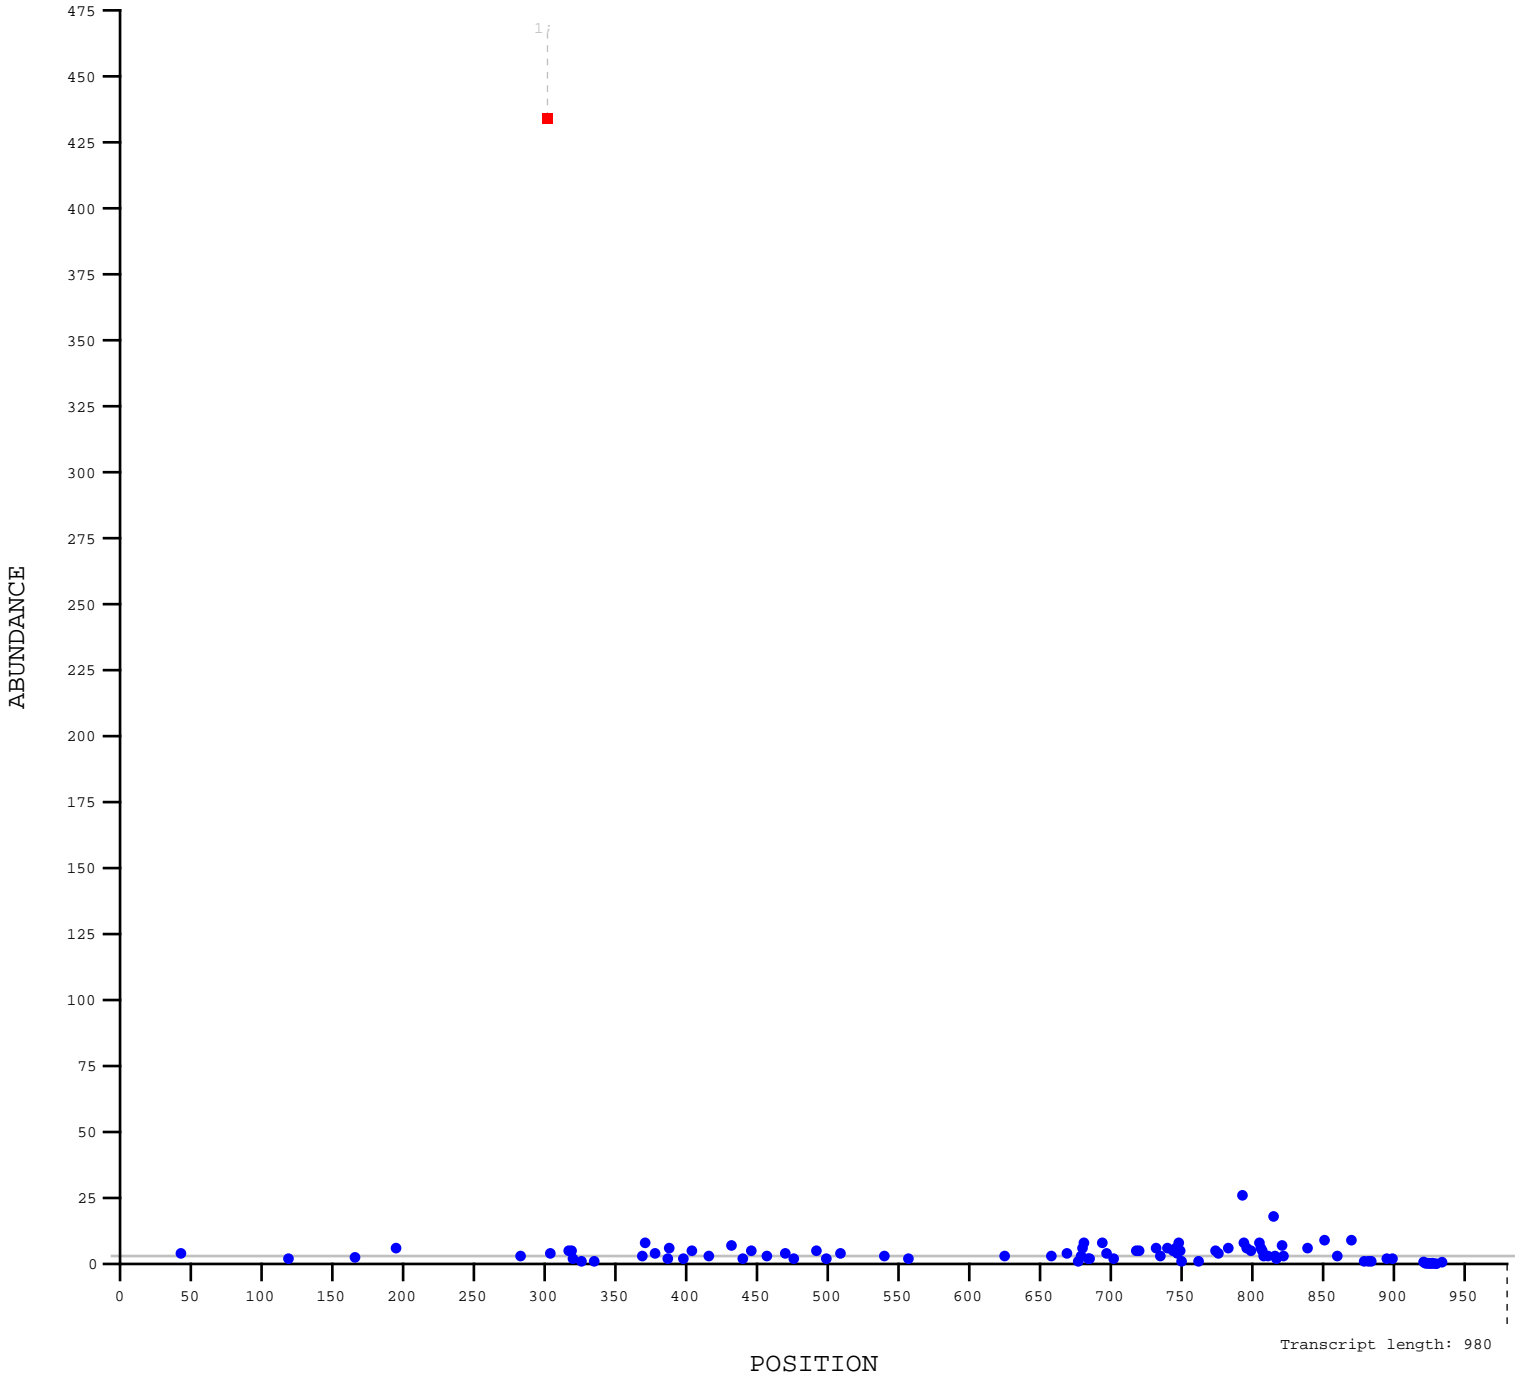

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

■ 0 #1 Position:302 Abundance: 434.00(deg) 1(sRNA)  
5' TCGCAGAGACTTTCTACGGTT 3' ID:  
3' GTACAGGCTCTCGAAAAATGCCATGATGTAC 5' p-value: 0.0

Cs2g10760.1 gene=Cs2g10760 CDS=227-3172

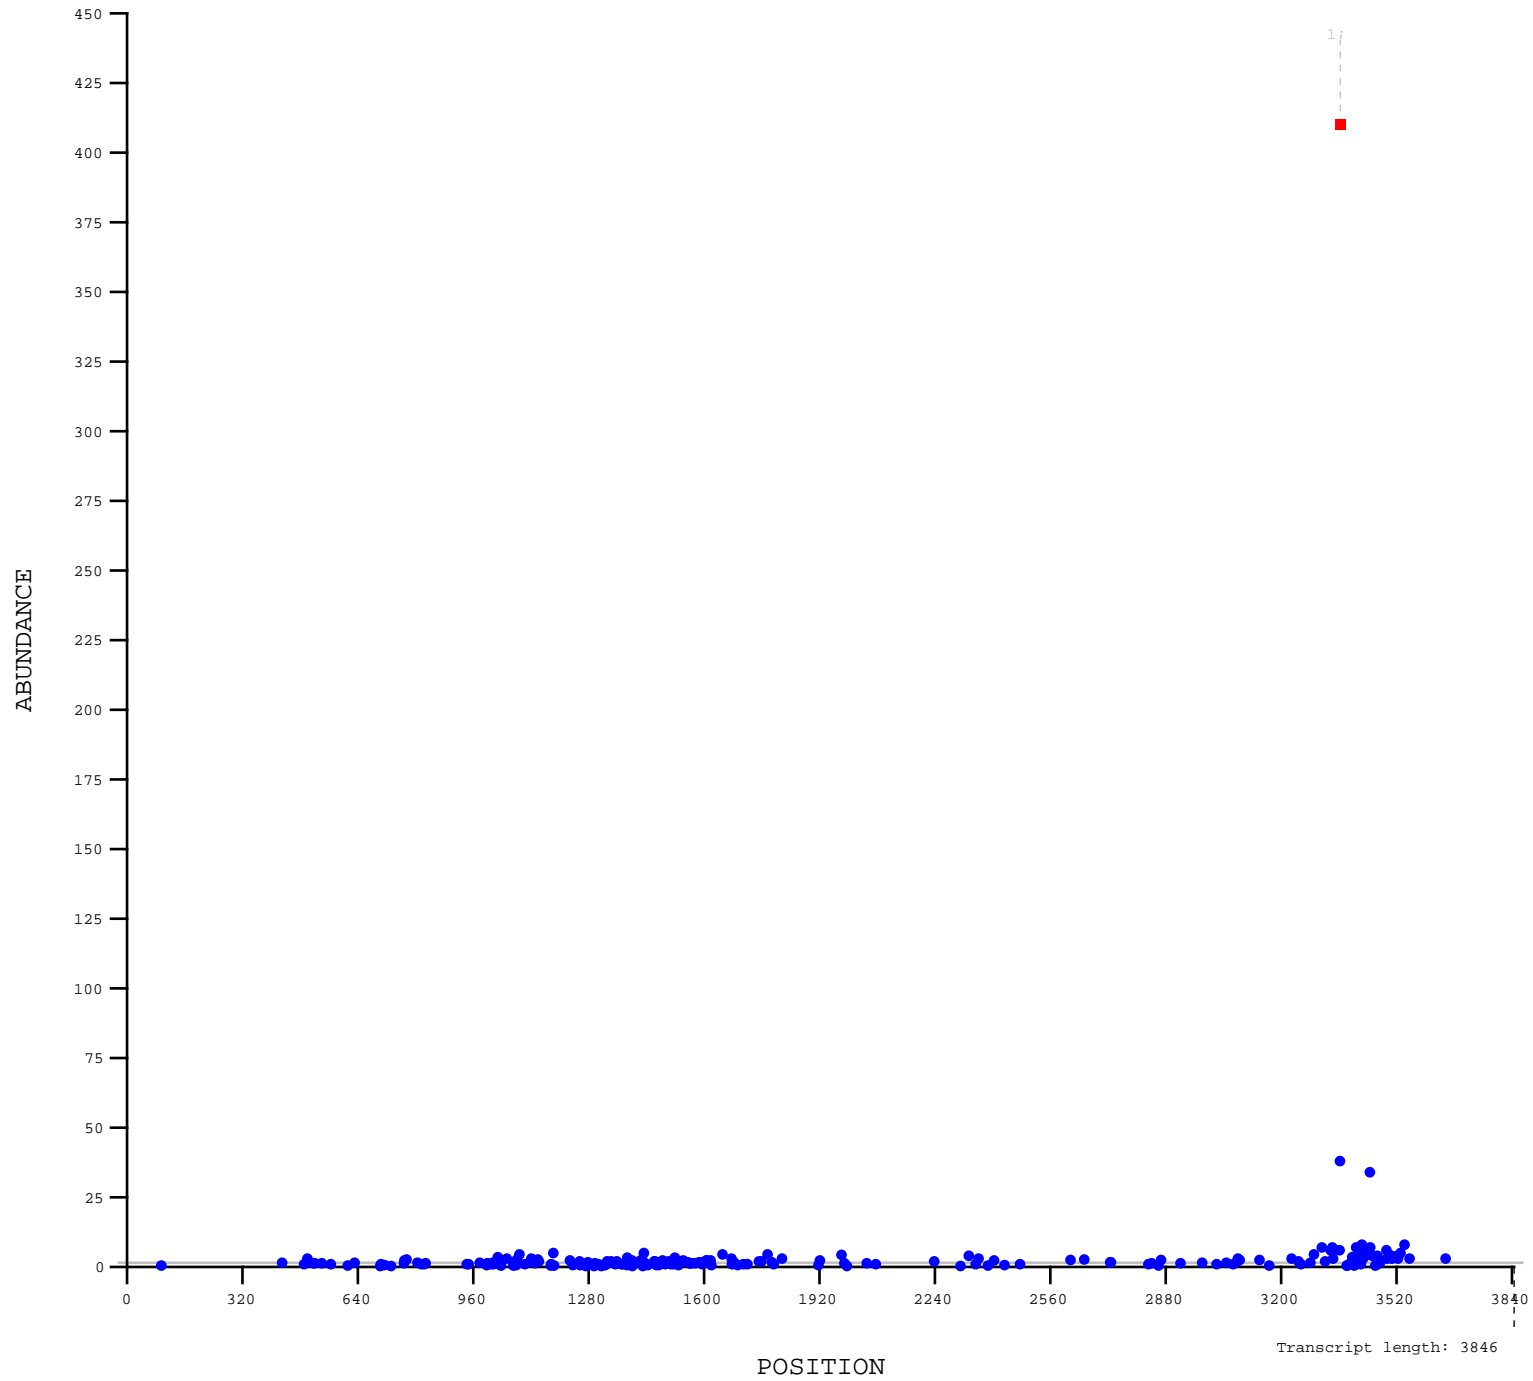

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:3364 Abundance: 410.00(deg) 1(sRNA)  
 5' TTATGATTCACGCAAAACTCG 3' ID:  
 3' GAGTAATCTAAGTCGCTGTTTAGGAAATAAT 5' Score: 1.0  
 p-value: 0.0

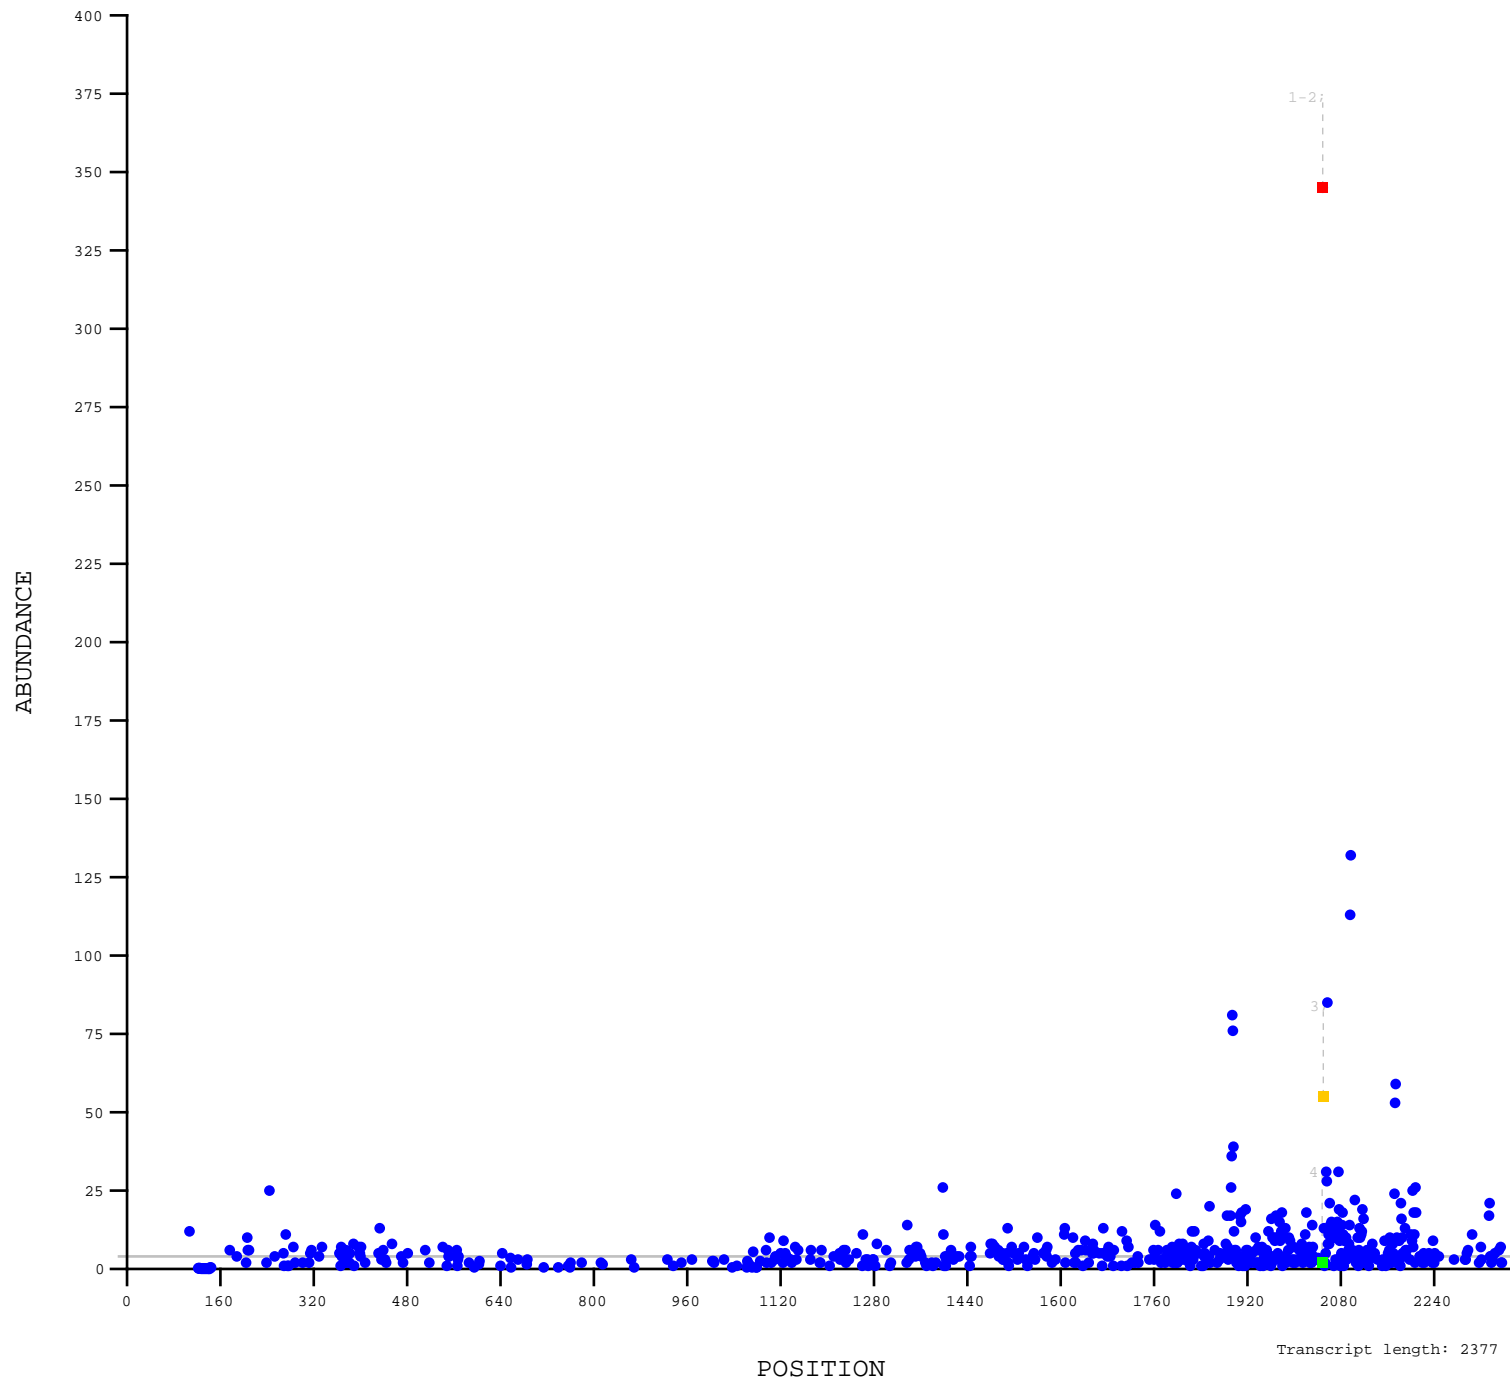

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:2049 Abundance: 345.00(deg) 1(sRNA)  
 5' AGAATCTTGATGATGCTGCAT 3' ID:  
 3' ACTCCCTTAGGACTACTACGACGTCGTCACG 5' Score: 2.5  
 p-value: 0.0

■ 0 #2 Position:2049 Abundance: 345.00(deg) 1(sRNA)  
 5' AGAATCTTGATGATGCTGCAA 3' ID:  
 3' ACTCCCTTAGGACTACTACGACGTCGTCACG 5' Score: 2.5  
 p-value: 0.0

■ 2 #3 Position:2050 Abundance: 55.00(deg) 1(sRNA)  
 5' TGGAACTTGATGATGCTGCAG 3' ID:  
 3' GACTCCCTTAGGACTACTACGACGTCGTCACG 5' Score: 1.5  
 p-value: 0.01

■ 3 #4 Position:2048 Abundance: 2.00(deg) 1(sRNA)  
 5' GAATCTTGATGATGCTGCAT 3' ID:  
 3' CTCCTTAGGACTACTACGACGTCGTCACG 5' Score: 1.5  
 p-value: 0.01

Cs1g06060.1 gene=Cs1g06060 CDS=1-387

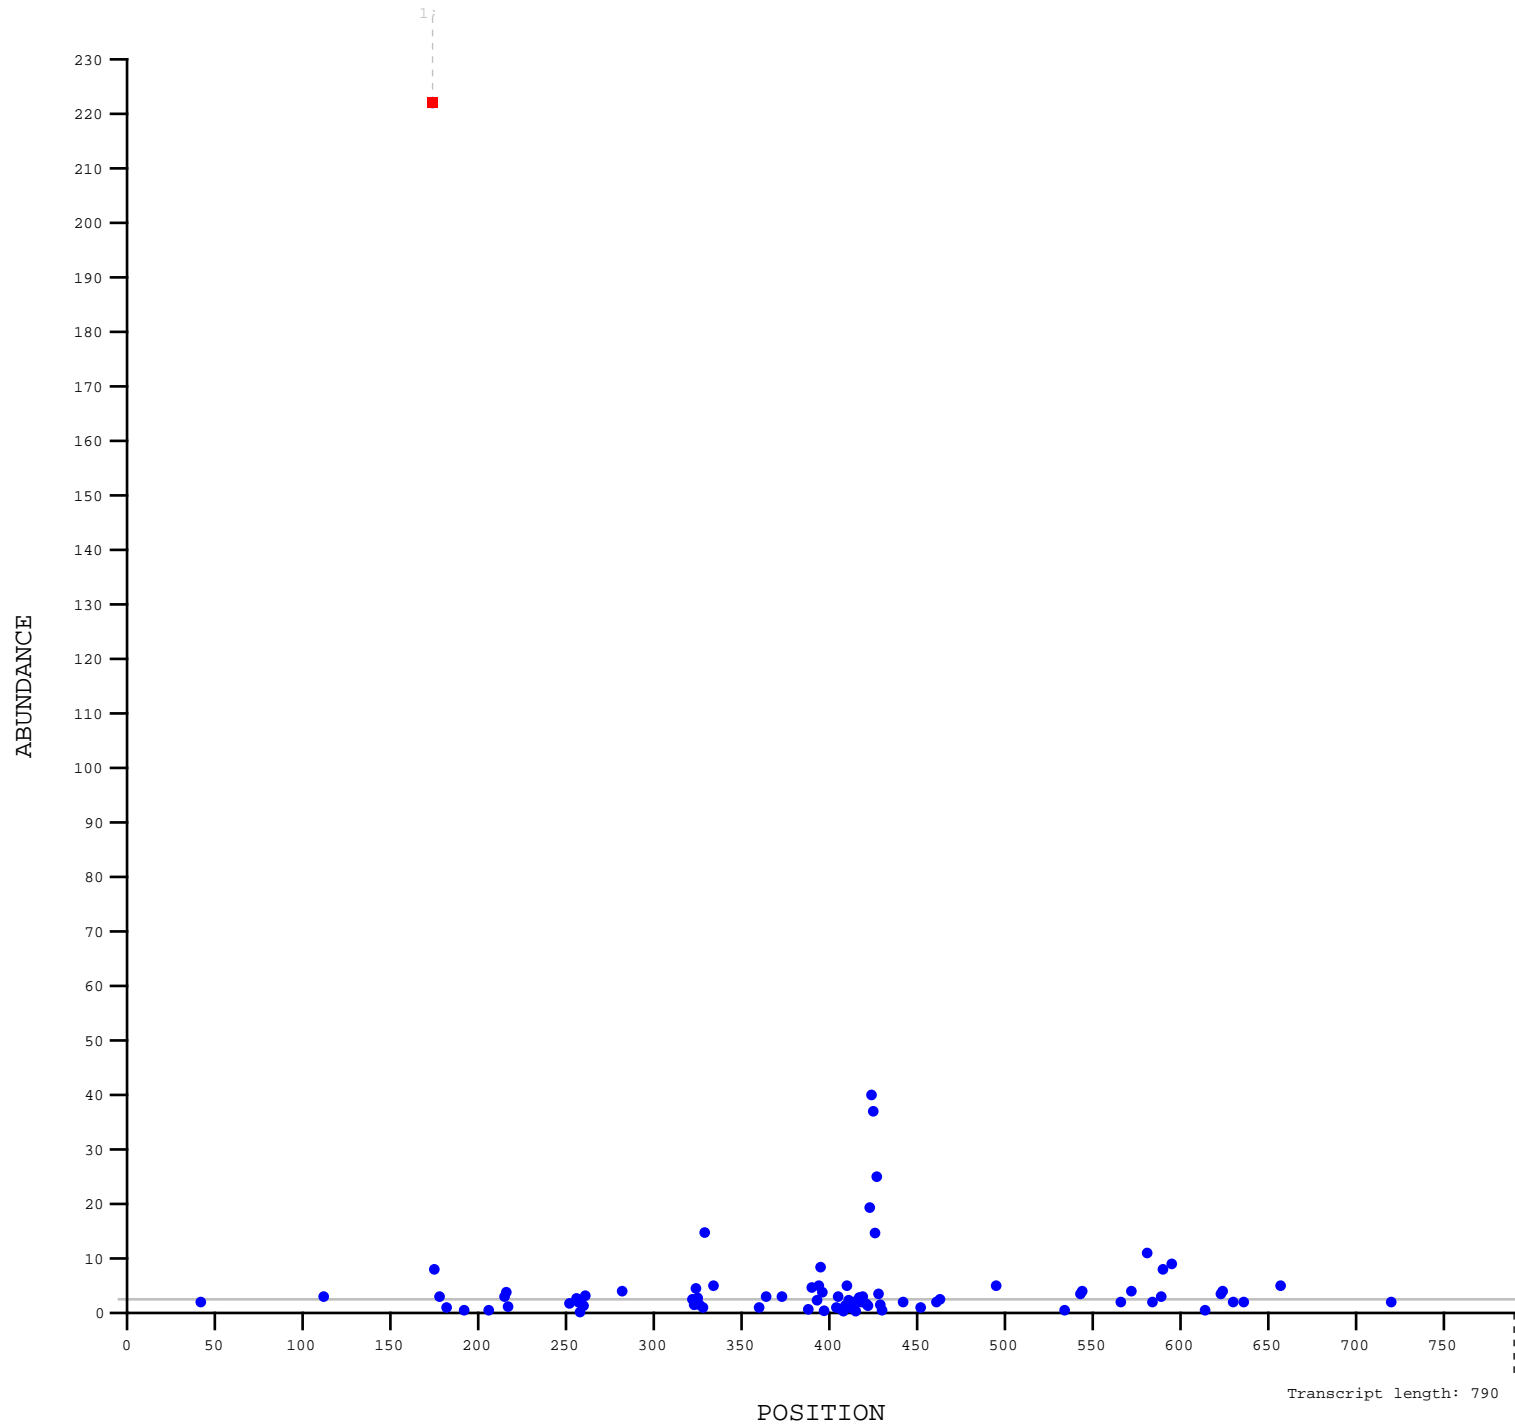

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

```

#0 #1 Position:174 Abundance: 222.00(deg) 1(sRNA)
5' TAGATAAAGATGAGAGAAAA 3' ID:
3' GGGTGTCTATTTCCT-CTCTCTTTTTTTTCC 5' Score: 1.5
p-value: 0.0

```

Degradome alignment:  Median: 

```

#0 #1 Position:1062 Abundance: 198.50(deg) 2(sRNA)
5' TGGAGAAGCAGGGCAGCTGCA 3' ID:
3' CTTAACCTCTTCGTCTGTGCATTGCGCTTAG 5' p-value: 0.0

```

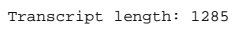

Degradome alignment:  Median: 

■ 0 #1 Position:544 Abundance: 198.50(deg) 2(sRNA)  
5' TGGAGAAGCAGGGCAGCTGCA 3' ID:  
3' CTTAACCTCTTCGTCTGTGCATTGGCTTAG 5' Score: 3.0  
p-value: 0.0

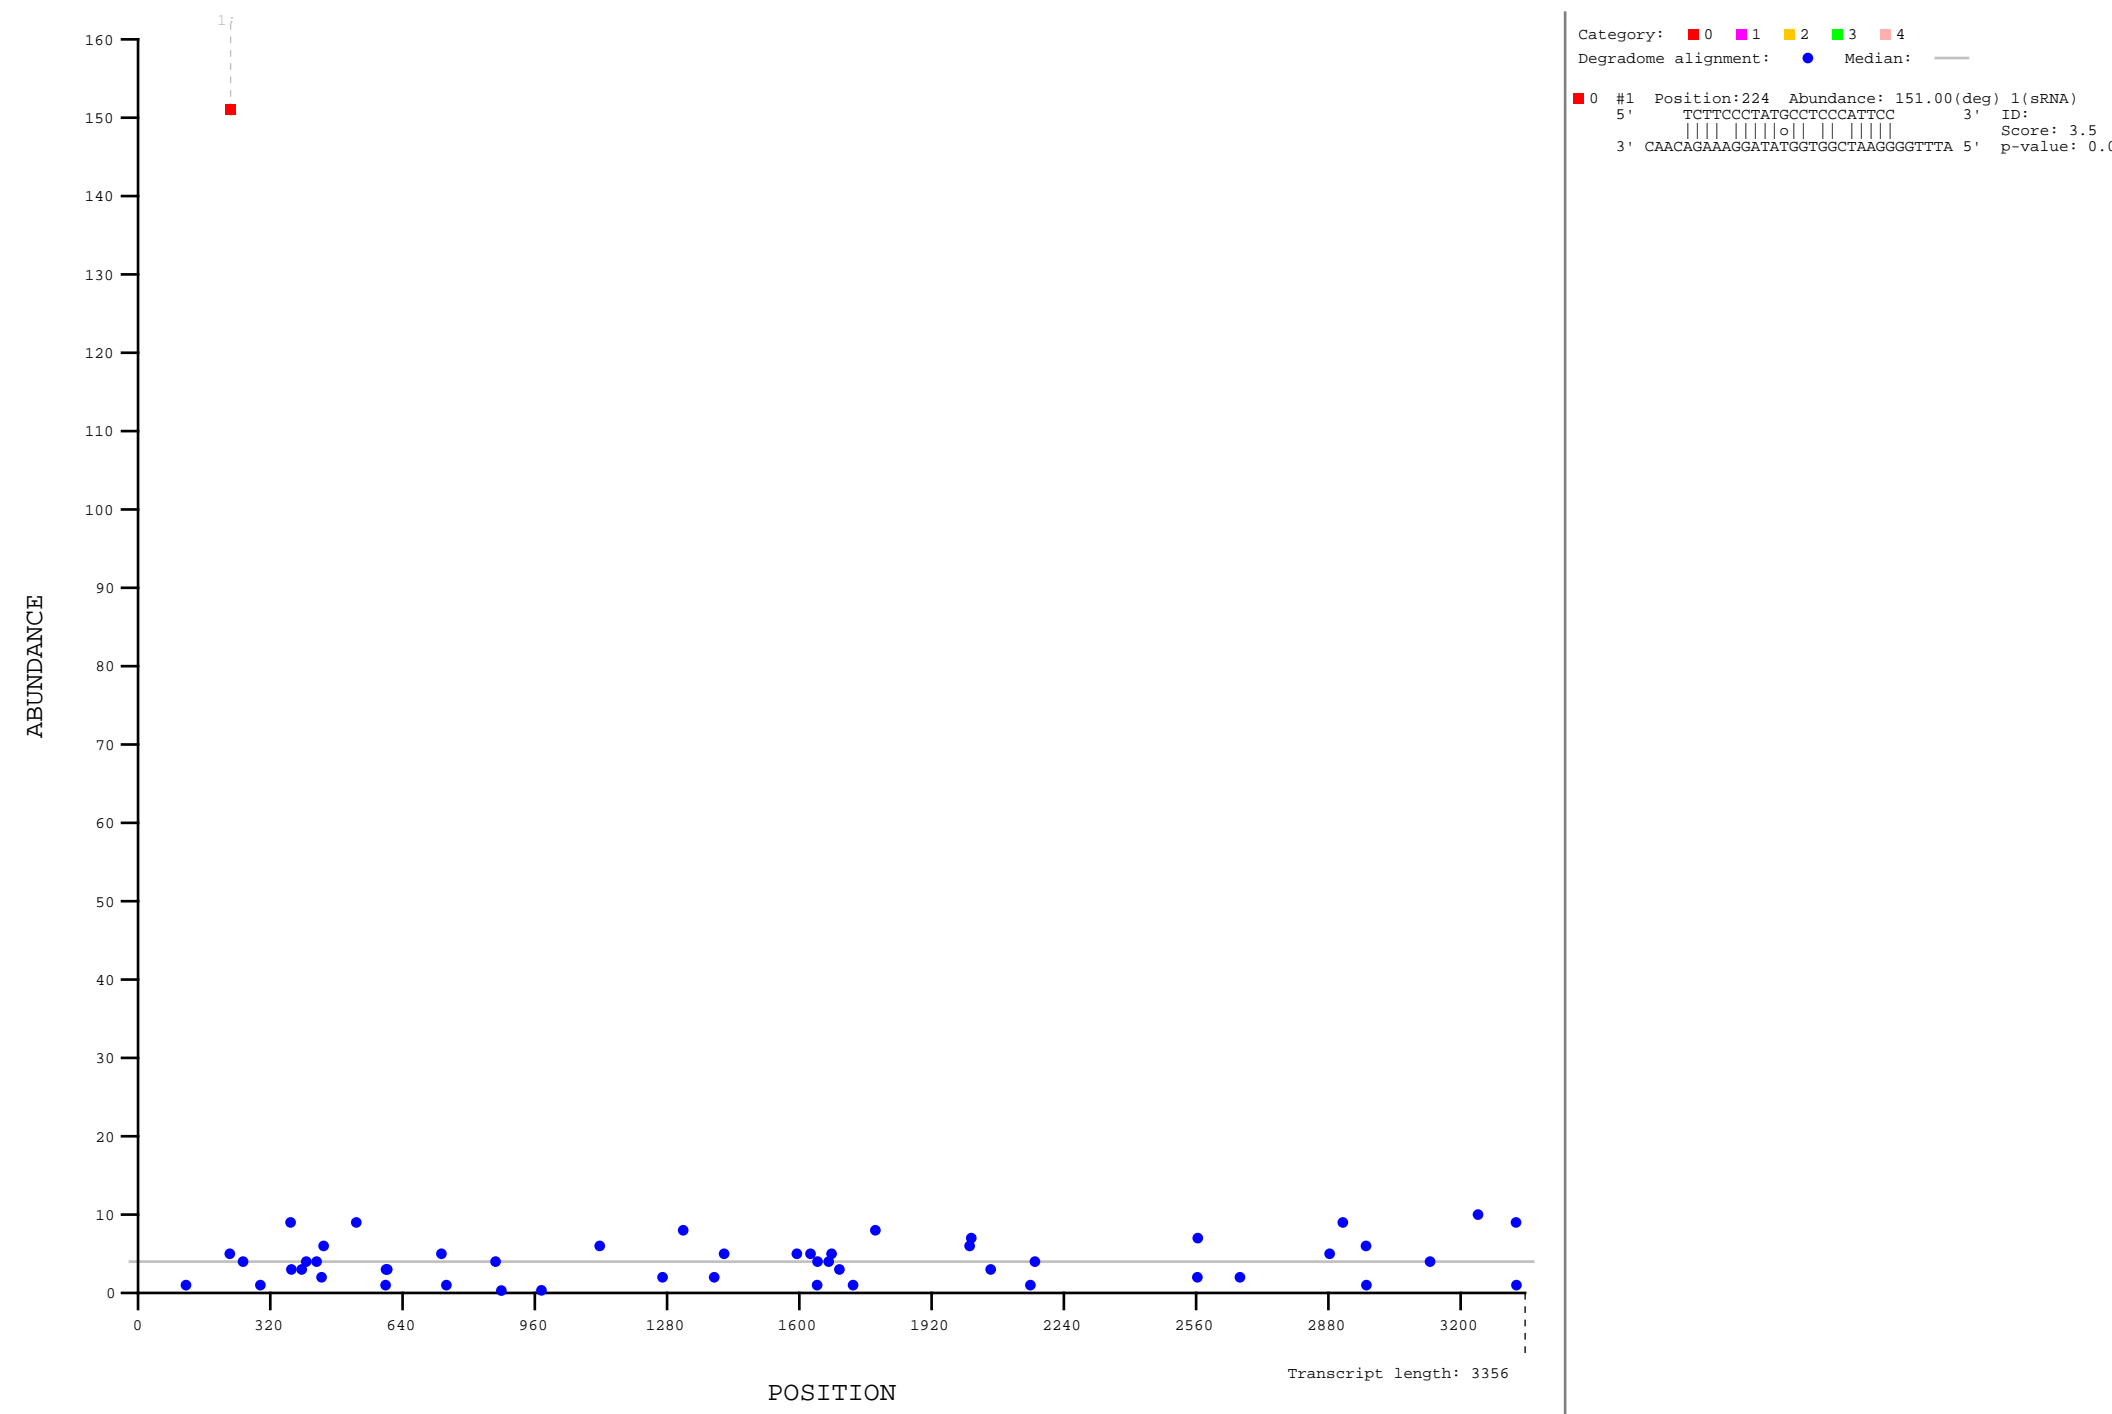

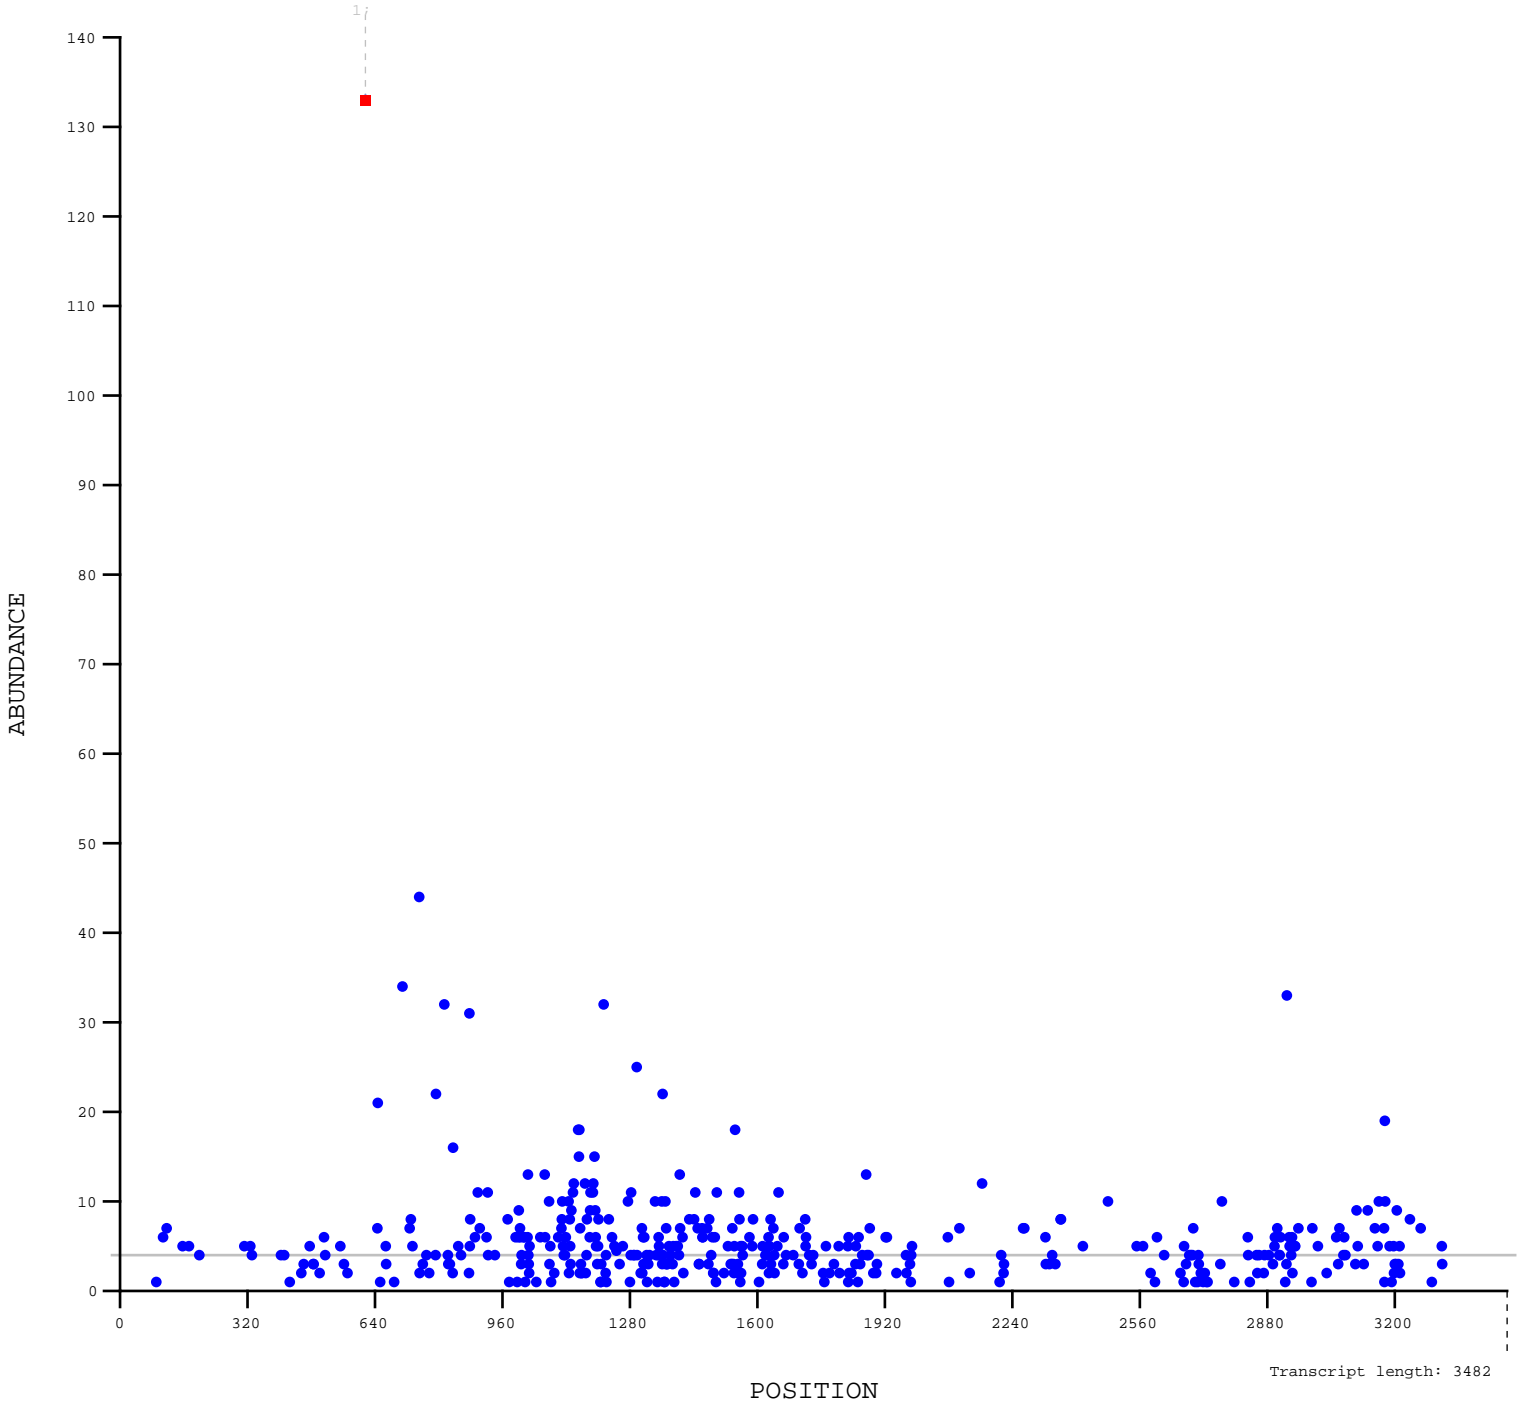

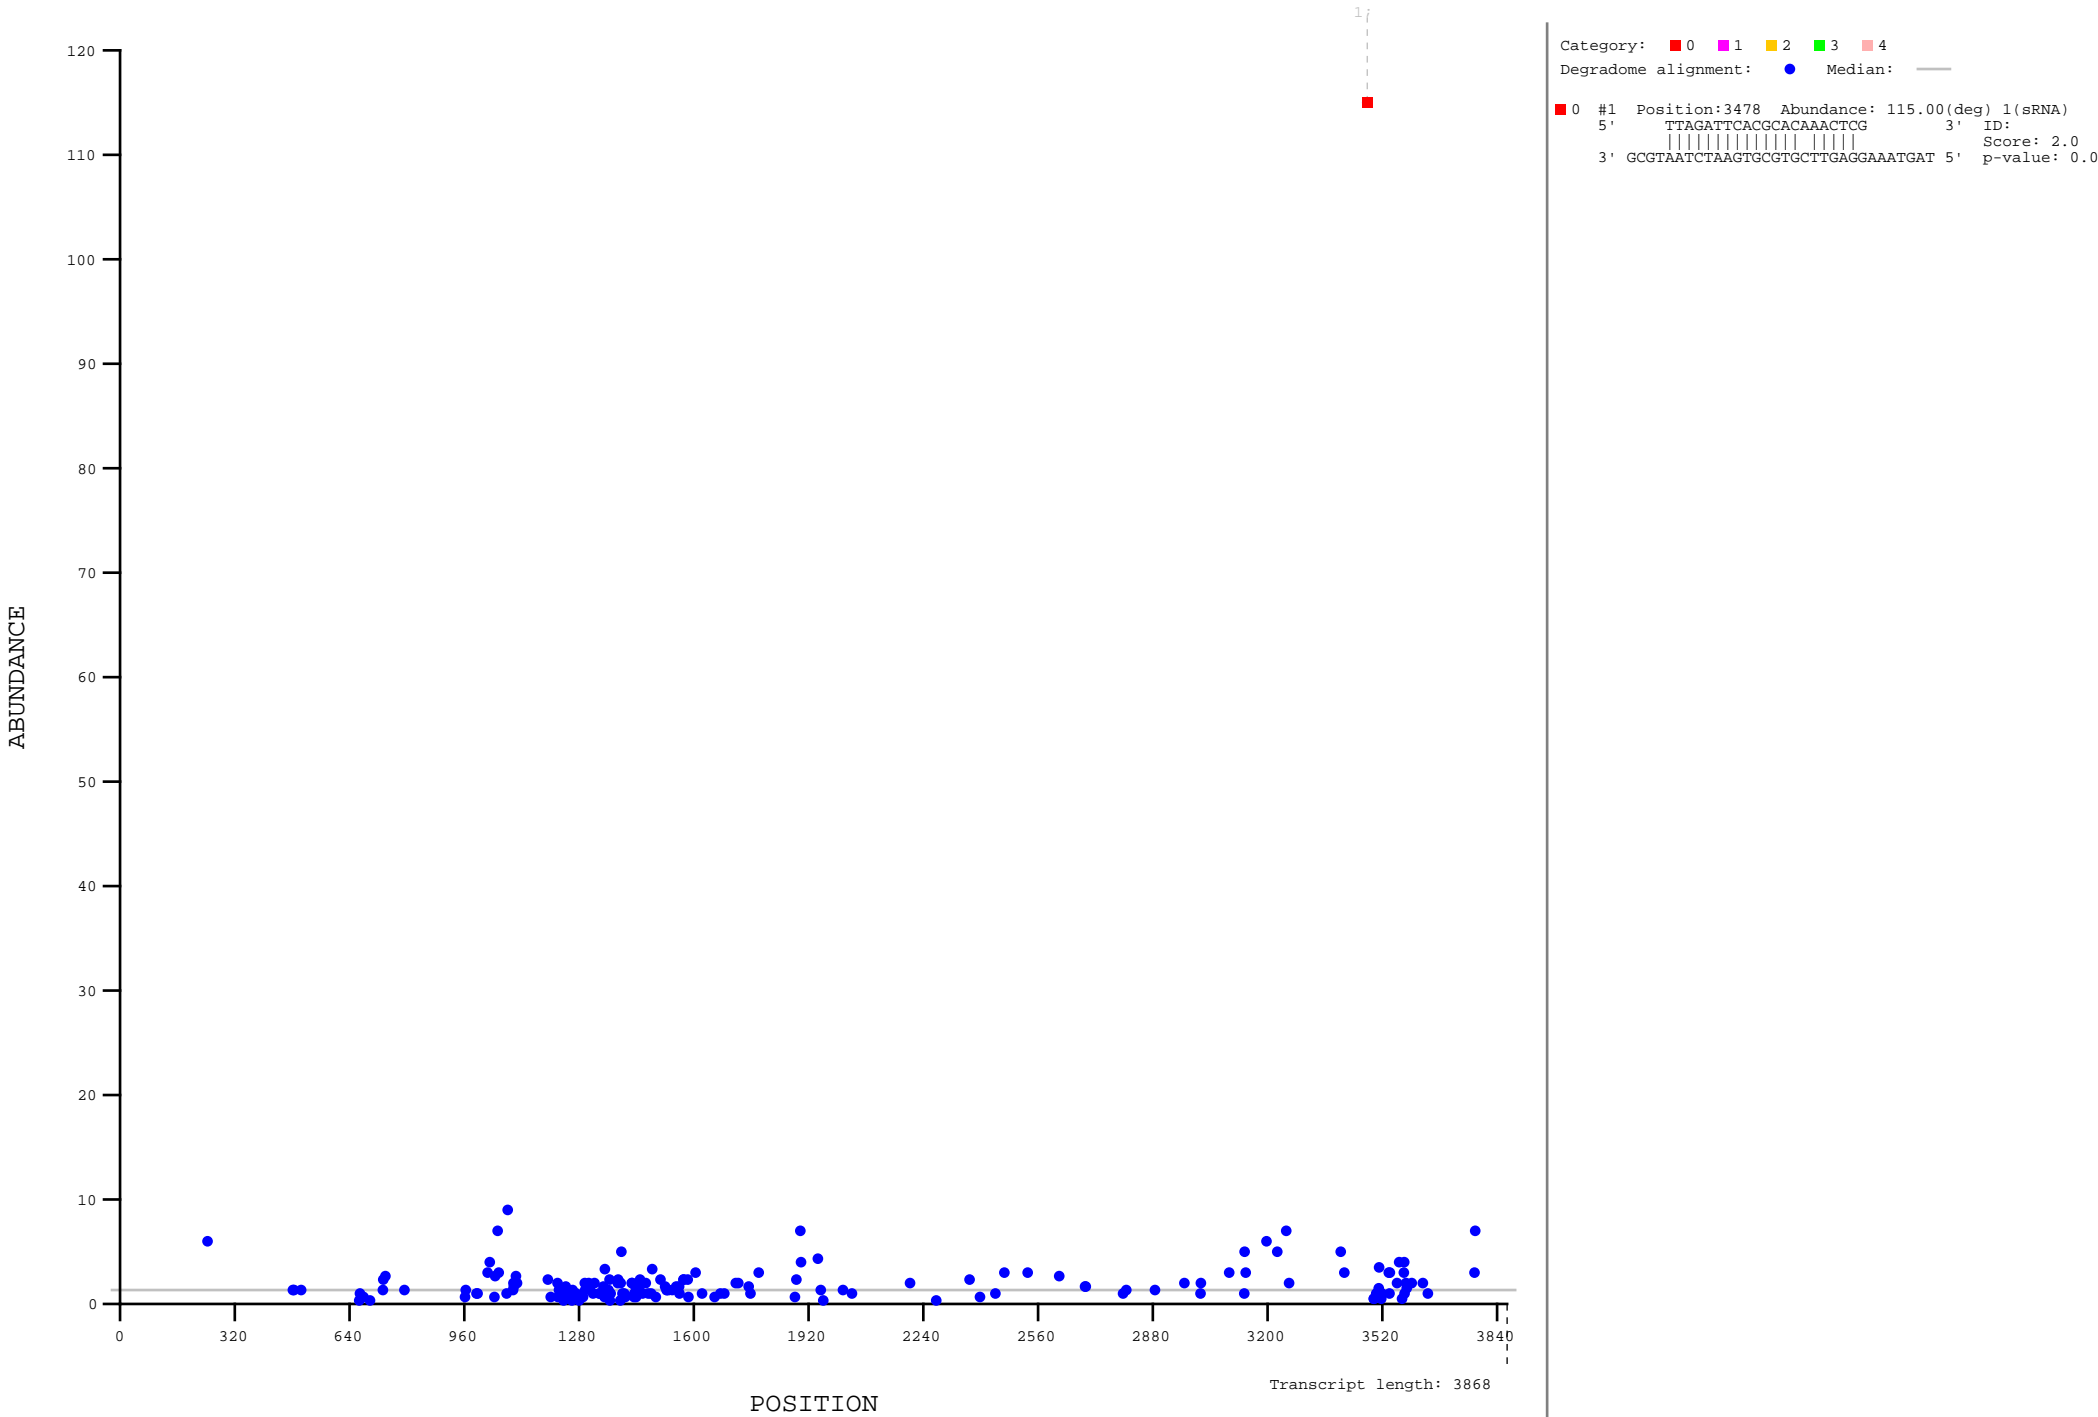

Cs5g04670.2 gene=Cs5g04670 CDS=439-753

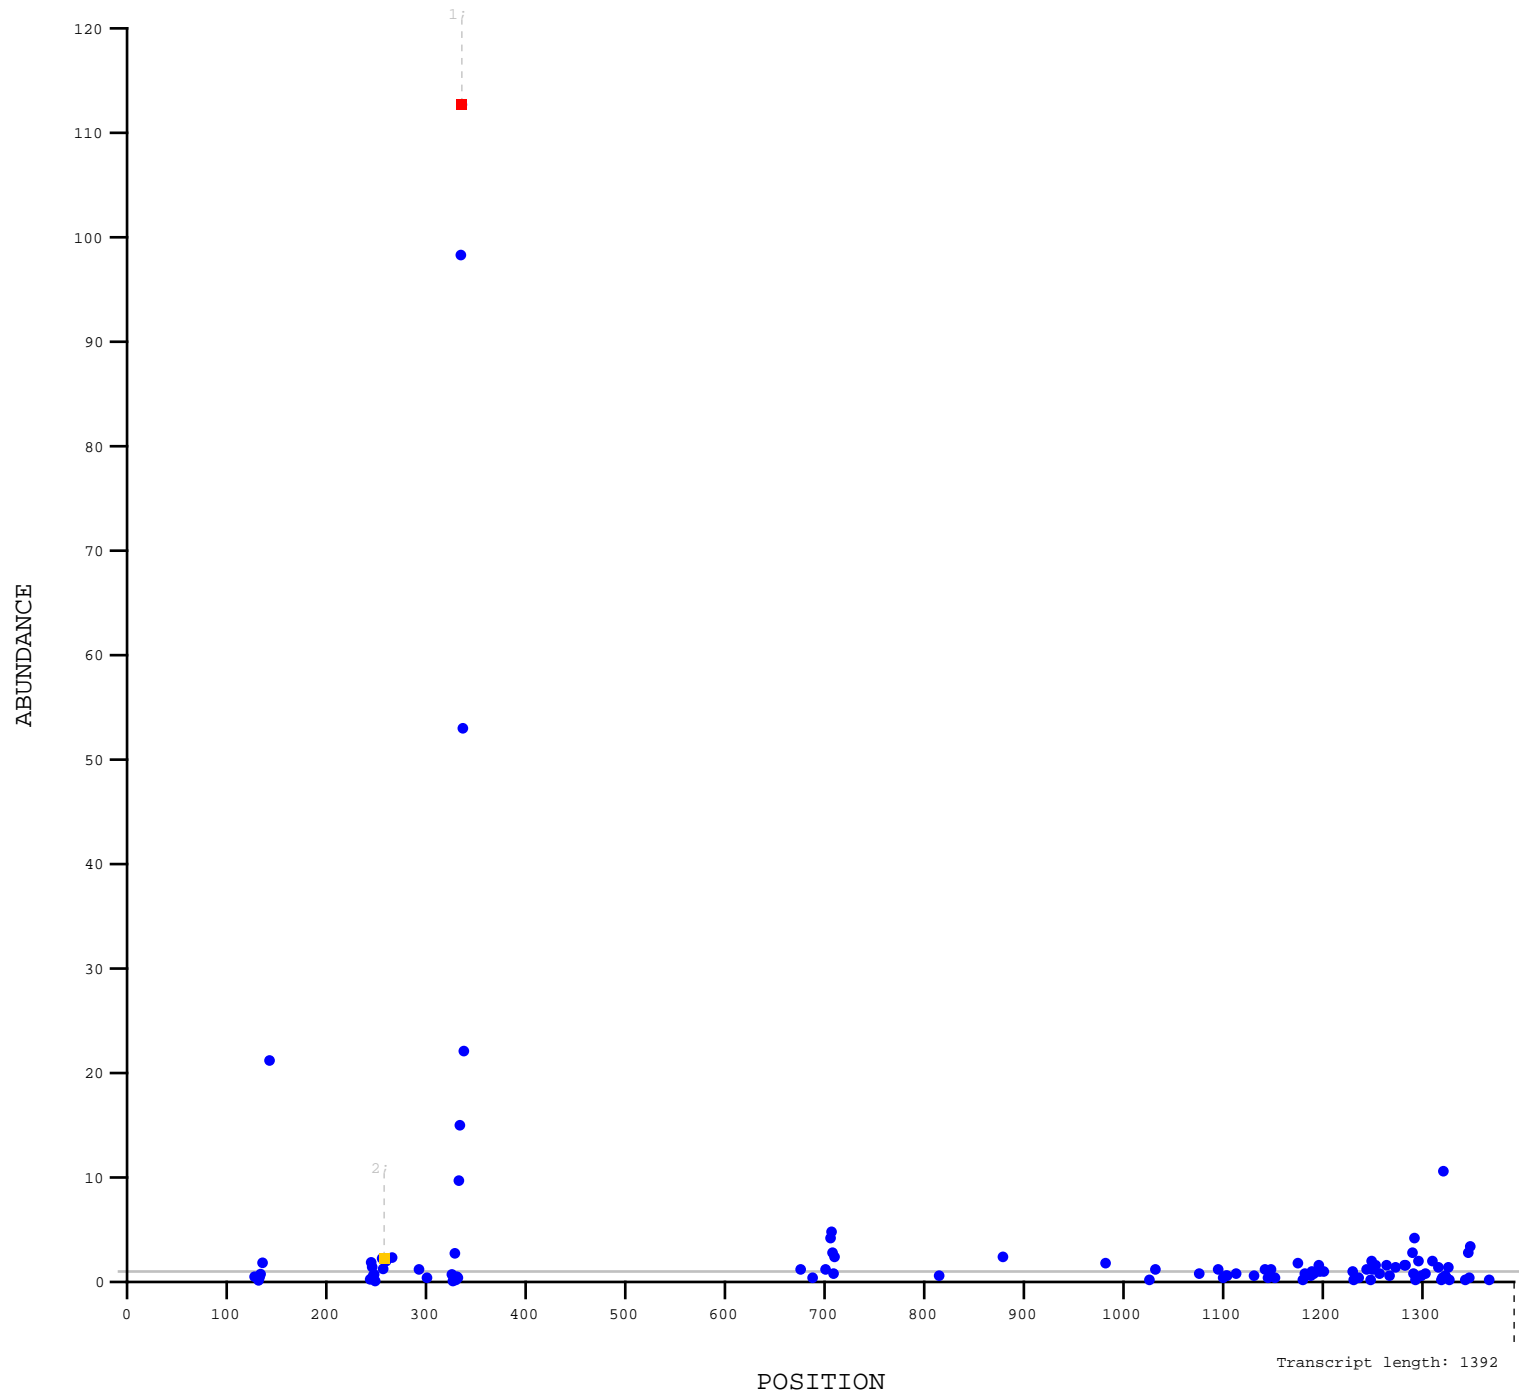

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:336 Abundance: 112.70(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' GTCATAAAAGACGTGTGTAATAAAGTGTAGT 5' Score: 2.5  
p-value: 0.01

■ 2 #2 Position:258 Abundance: 2.25(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' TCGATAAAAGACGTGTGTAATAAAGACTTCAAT 5' Score: 2.0  
p-value: 0.02

Cs5g04670.5 gene=Cs5g04670 CDS=1020-1334

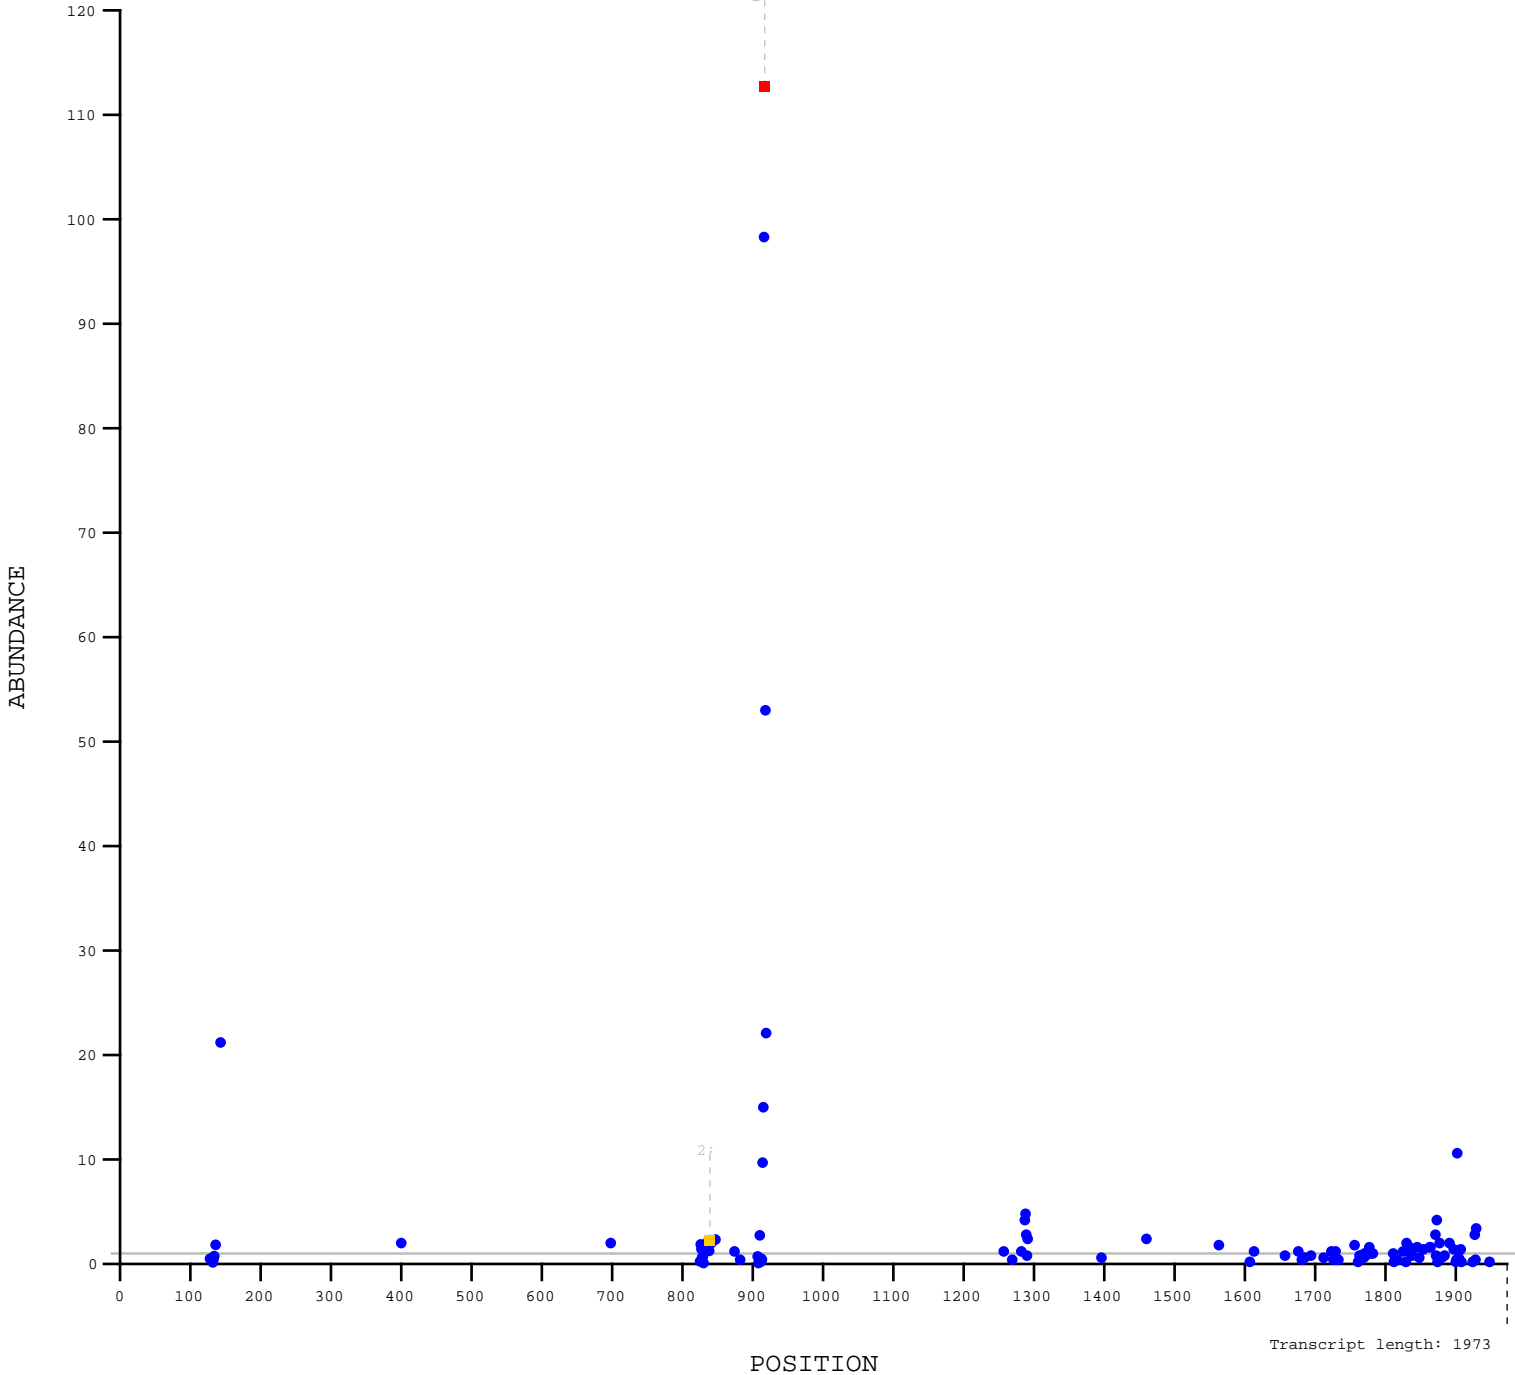

Category: ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ #1 Position: 917 Abundance: 112.70(deg) 1(sRNA)

5' TTTTCGCGAACATGATTTC 3' ID:

Score: 2.5

3' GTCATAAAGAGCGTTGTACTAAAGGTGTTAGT 5' p-value: 0.01

■ #2 Position: 839 Abundance: 2.25(deg) 1(sRNA)

5' TTTTTCGCGAACATGATTTC 3' ID:

Score: 2.0

3' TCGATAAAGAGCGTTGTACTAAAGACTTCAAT 5' p-value: 0.01

Cs5g04670.4 gene=Cs5g04670 CDS=542-856

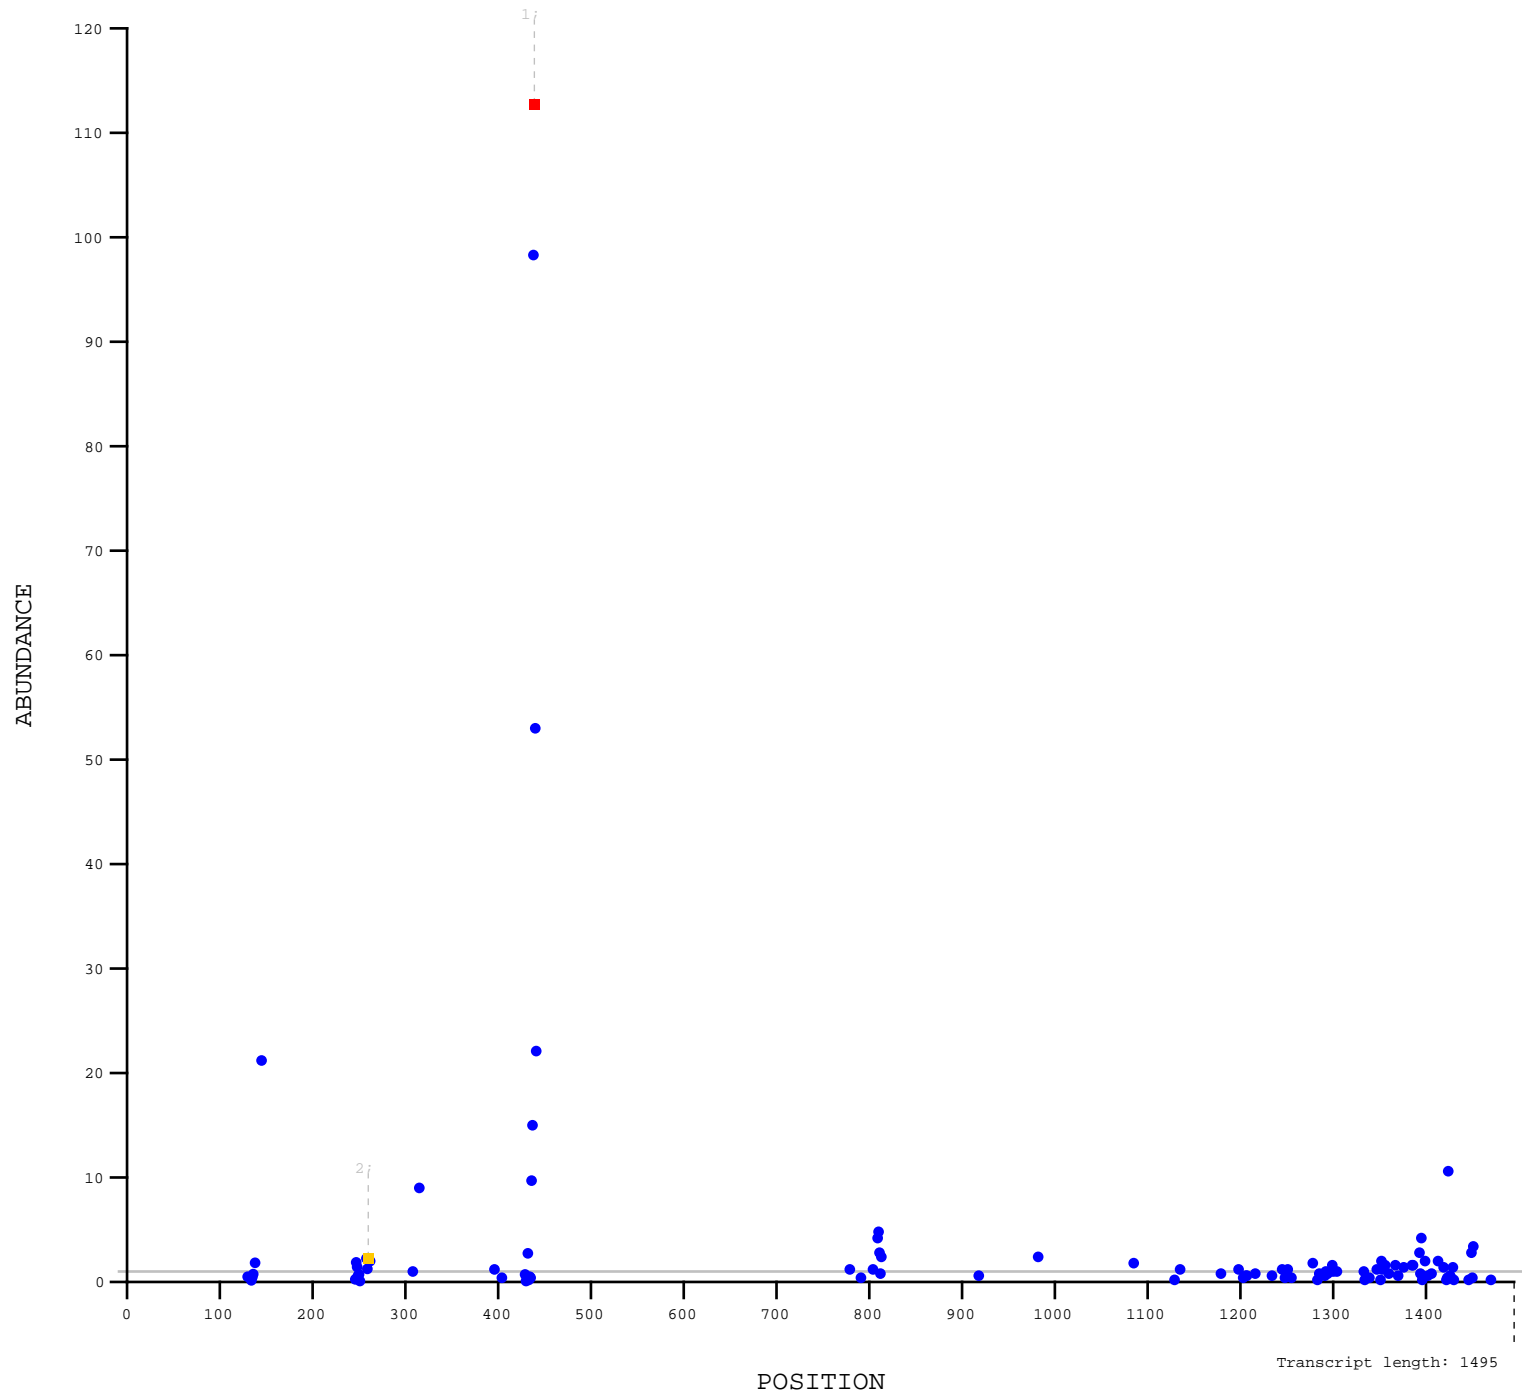

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:439 Abundance: 112.70(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' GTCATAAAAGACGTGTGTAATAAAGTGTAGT 5' Score: 2.5  
p-value: 0.0

■ 2 #2 Position:260 Abundance: 2.25(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' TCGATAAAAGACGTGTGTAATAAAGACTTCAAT 5' Score: 2.0  
p-value: 0.01

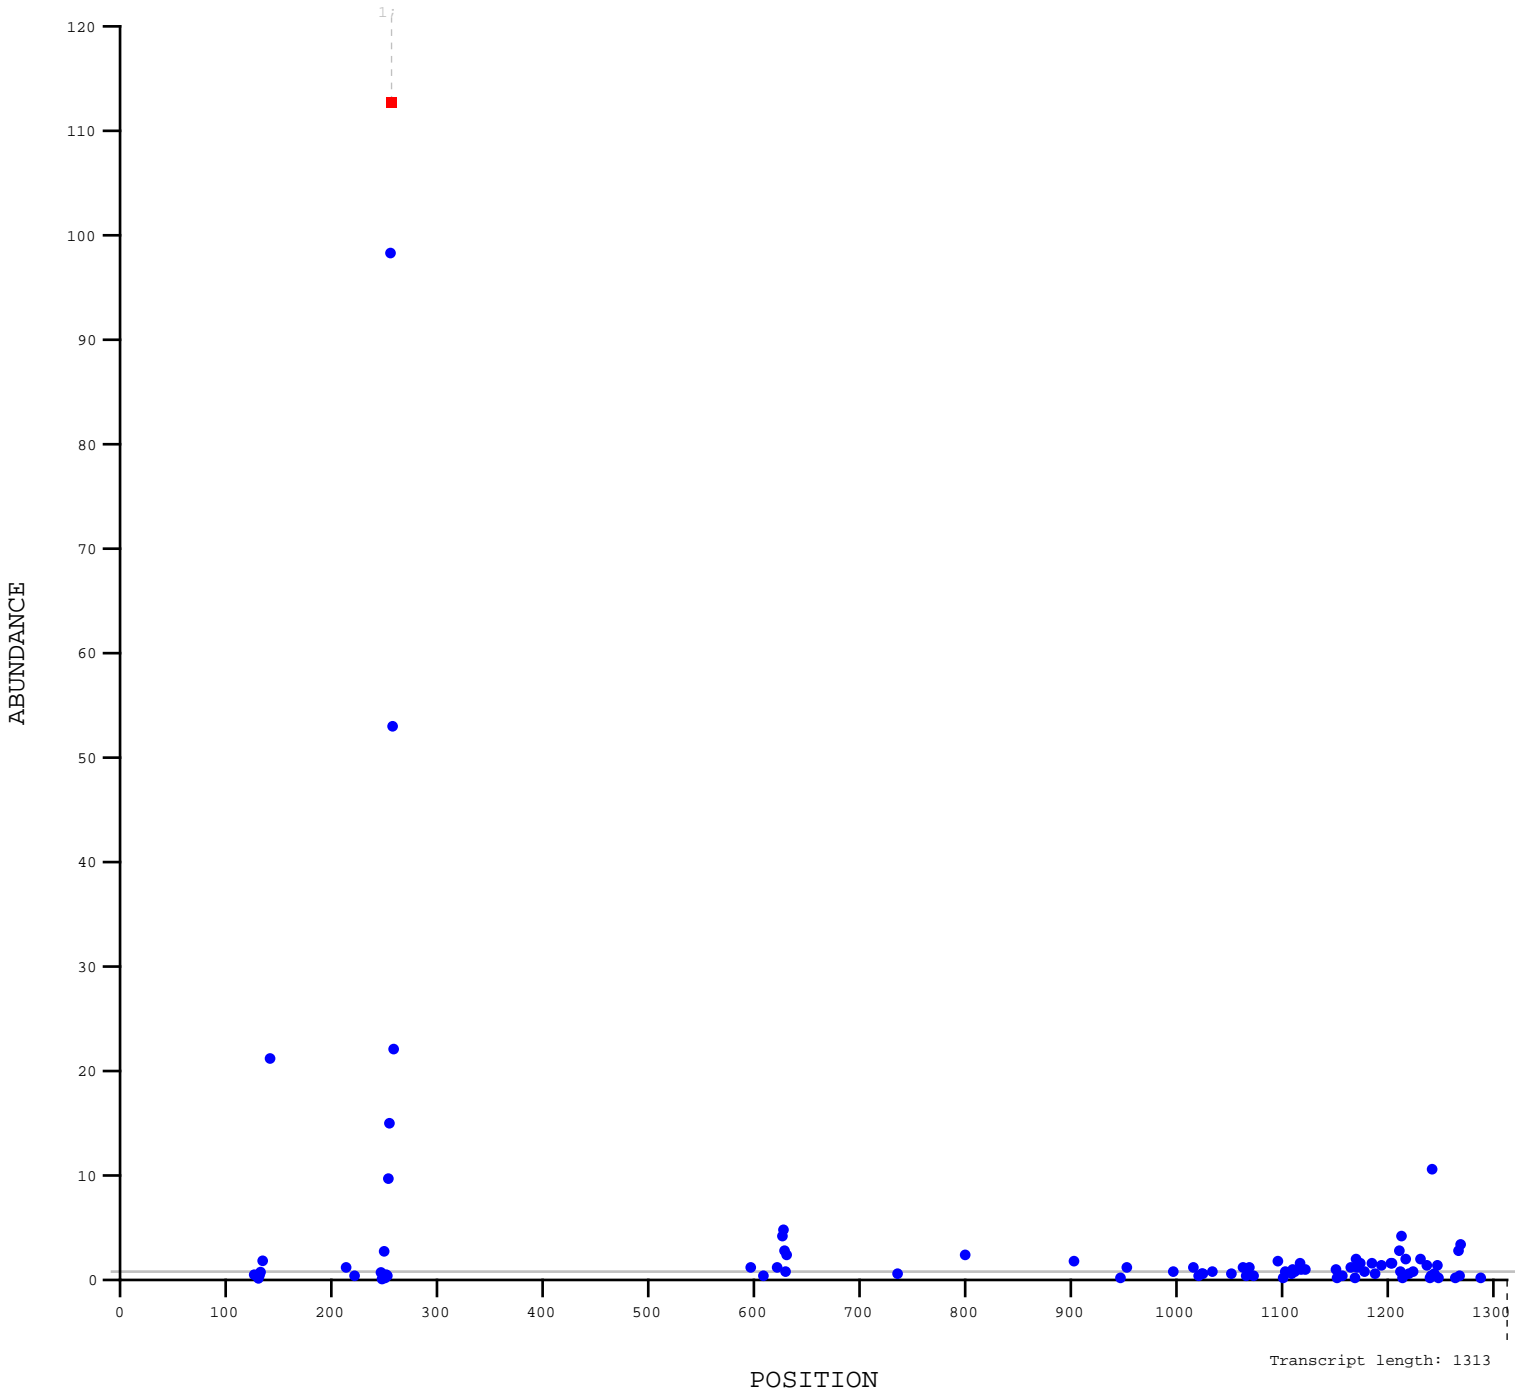

Cs5g04670.1 gene=Cs5g04670 CDS=231-641

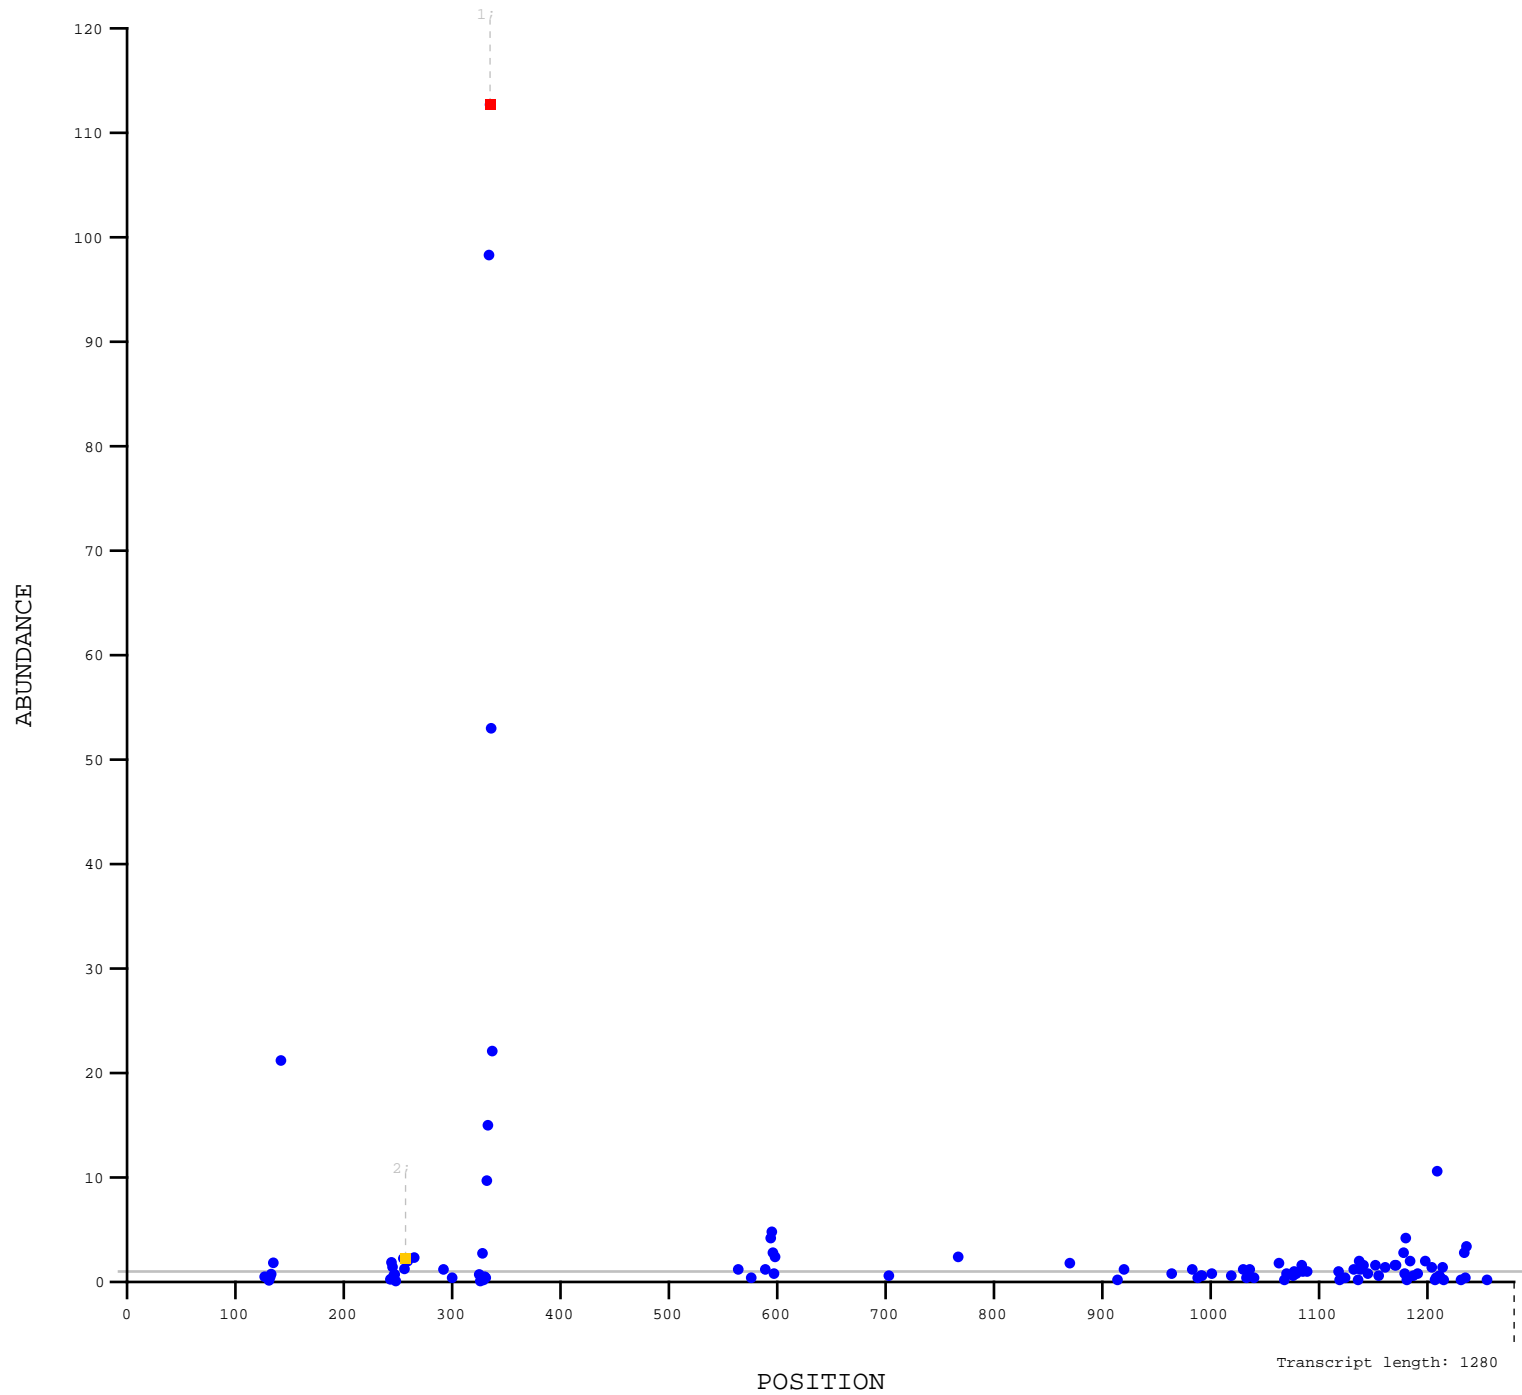

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:335 Abundance: 112.70(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' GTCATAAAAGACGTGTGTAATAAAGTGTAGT 5' Score: 2.5  
p-value: 0.0

■ 2 #2 Position:257 Abundance: 2.25(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTTC 3' ID:  
3' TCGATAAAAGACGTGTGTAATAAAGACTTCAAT 5' Score: 2.0  
p-value: 0.02

Cs1g19425.1 gene=Cs1g19425 CDS=329-340

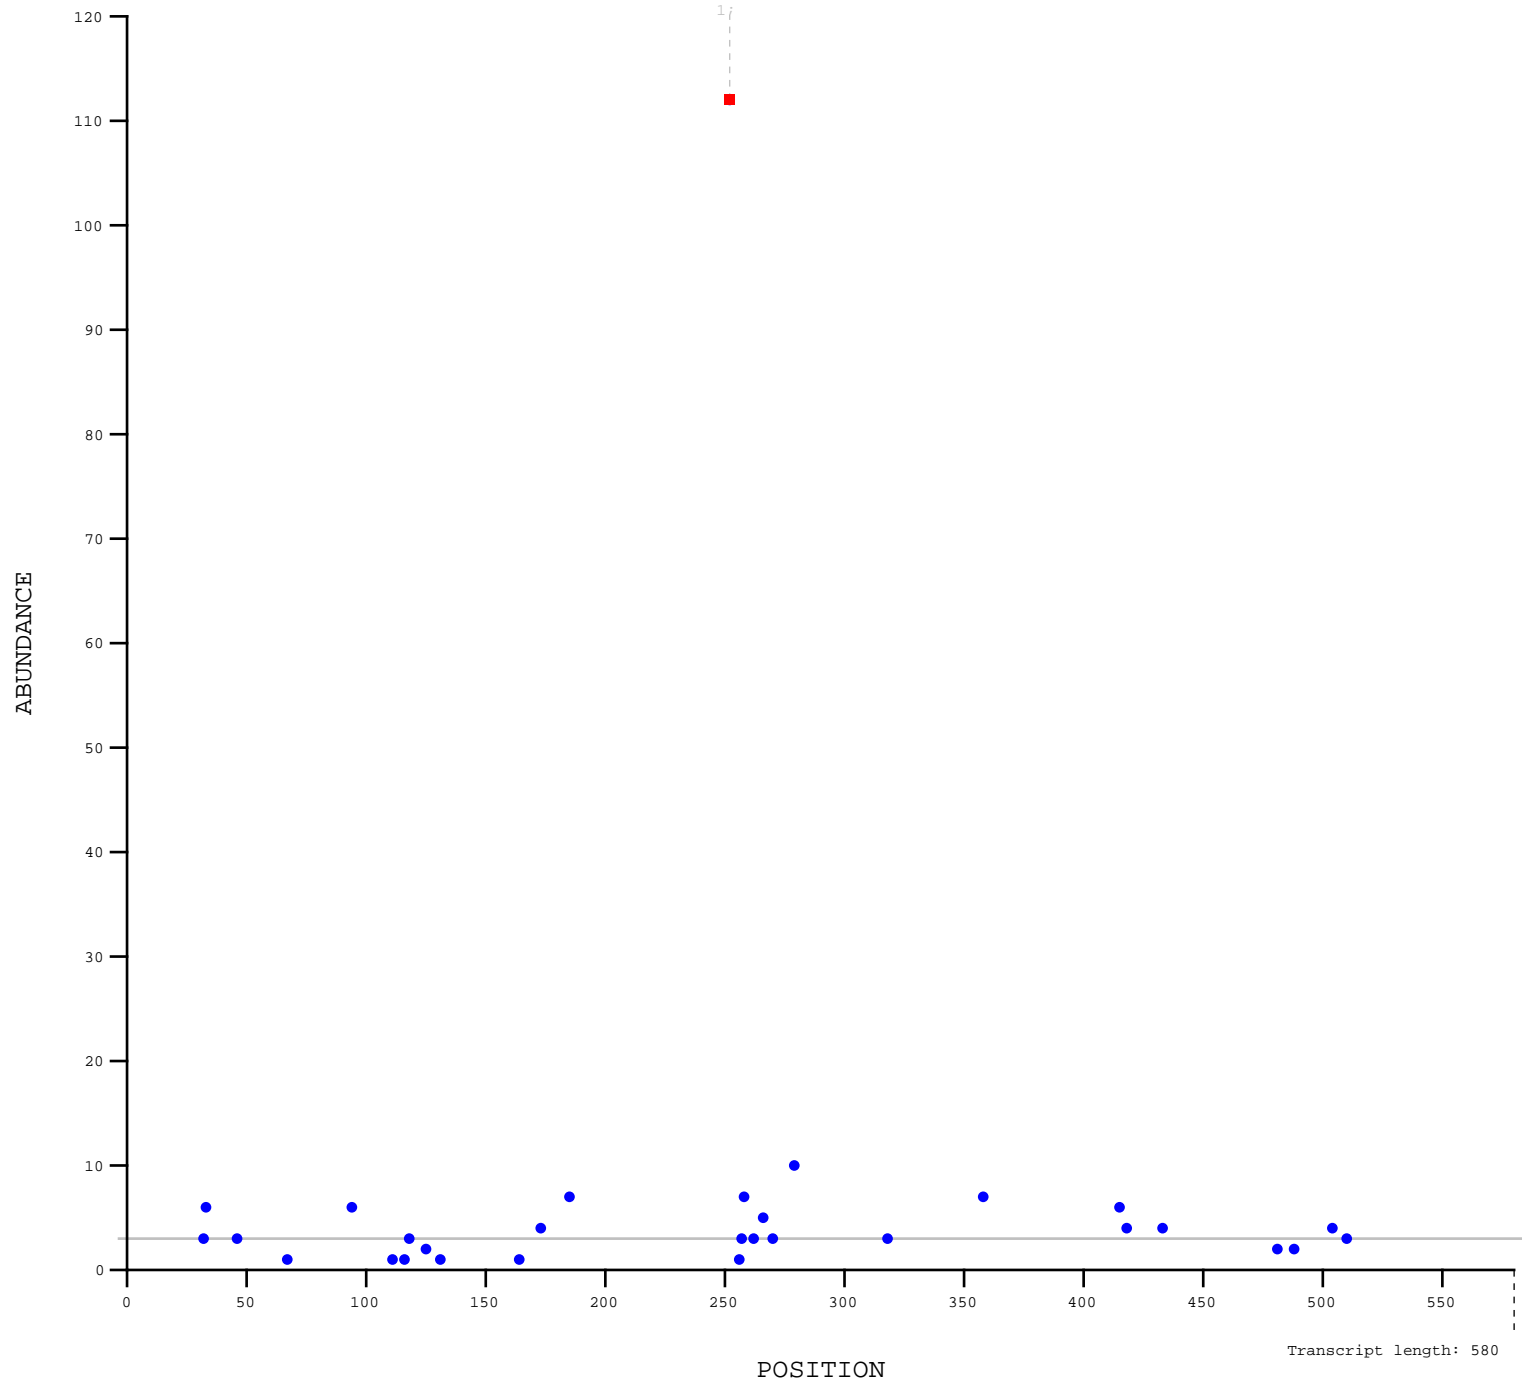

Category: 0 1 2 3 4  
 Degradome alignment: Median: —

0 #1 Position:252 Abundance: 112.00(deg) 1(sRNA)  
 5' TCAATTTTTCGGTCAATGATCC 3' ID:  
 3' GTTTAGTAAAAACGCAC-TTACTAGTCTAGG 5' Score: 1.0  
 p-value: 0.0

Cs1g22520.1 gene=Cs1g22520 CDS=1207-1614

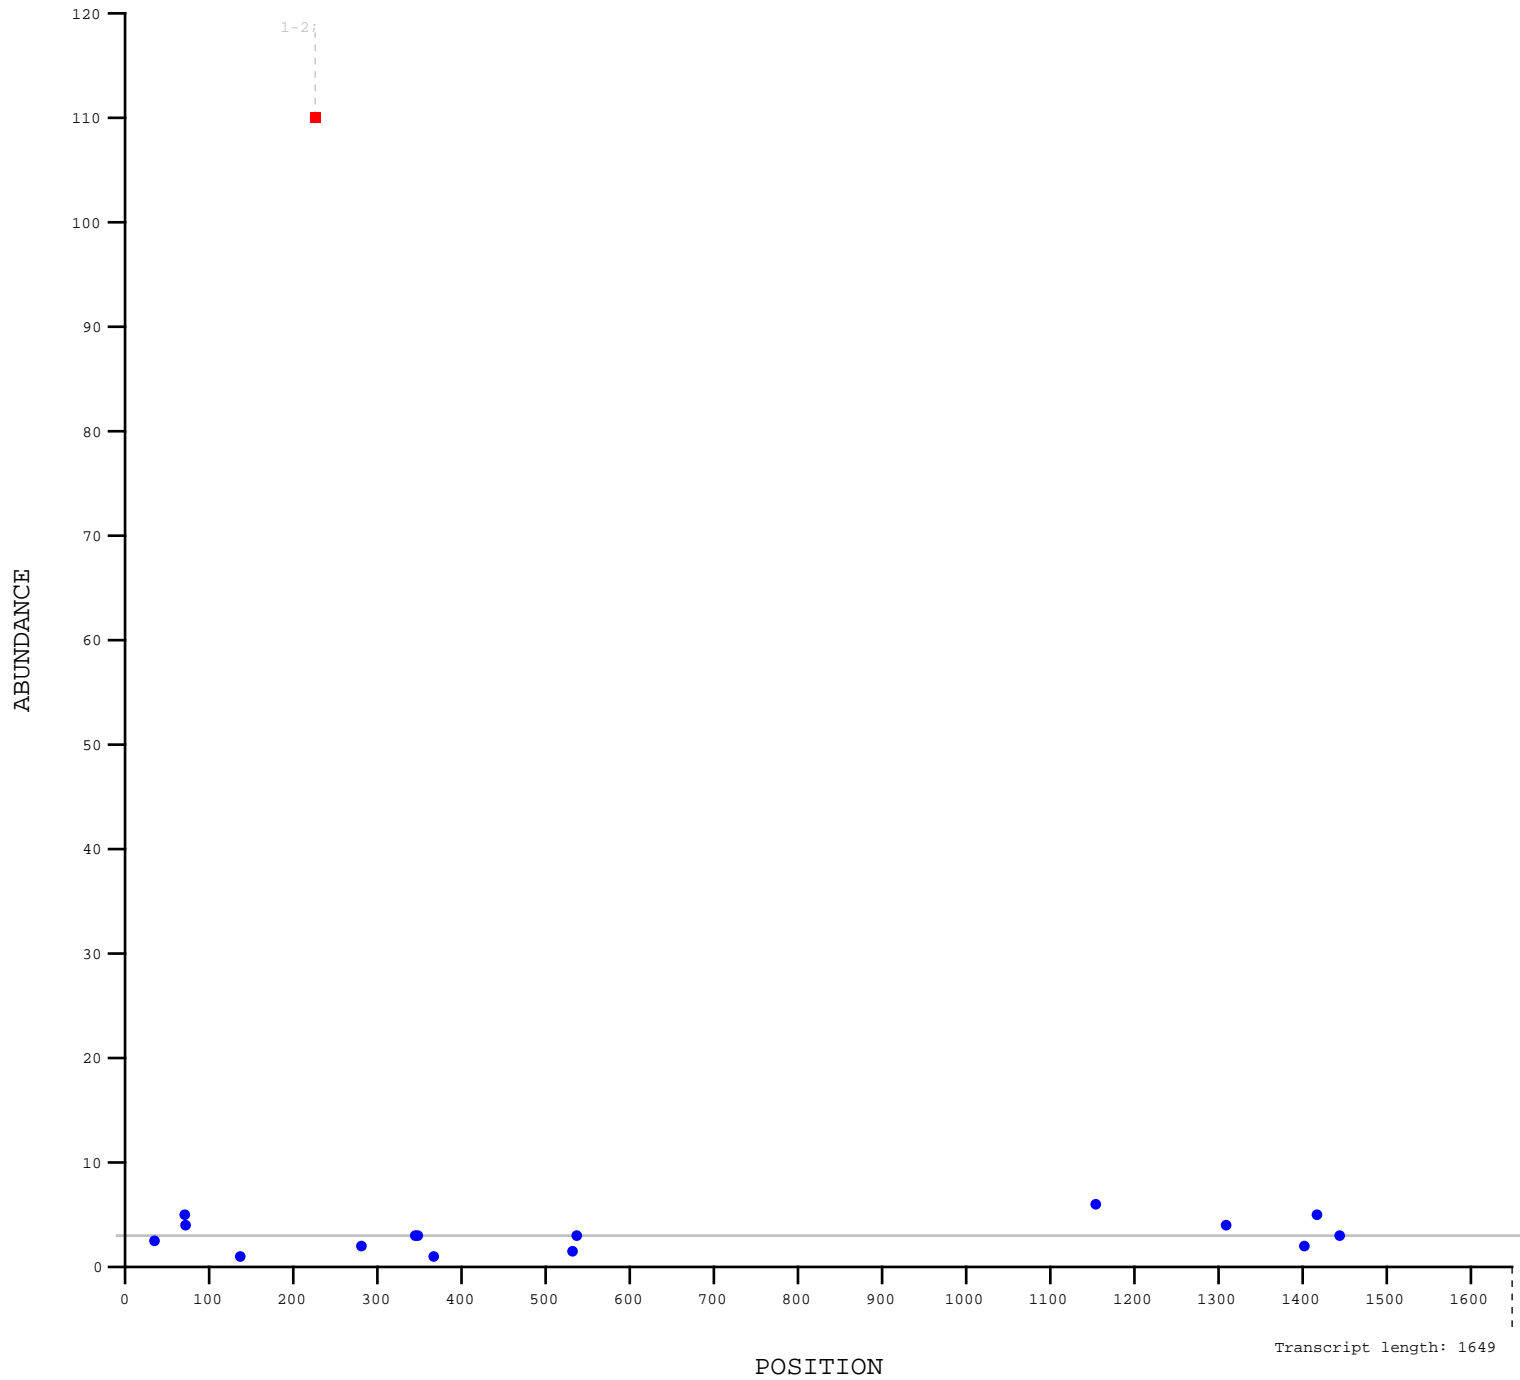

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

■ 0 #1 Position:226 Abundance: 110.00(deg) 3(sRNA)  
5' TTCCACAGCTTCTTGAACCTG 3' ID:  
3' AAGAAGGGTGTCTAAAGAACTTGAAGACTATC 5' Score: 2.5  
p-value: 0.0

■ 0 #2 Position:226 Abundance: 110.00(deg) 1(sRNA)  
5' TTCCACGGCTTCTTGAACCTT 3' ID:  
3' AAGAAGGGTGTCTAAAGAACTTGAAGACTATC 5' p-value: 0.0

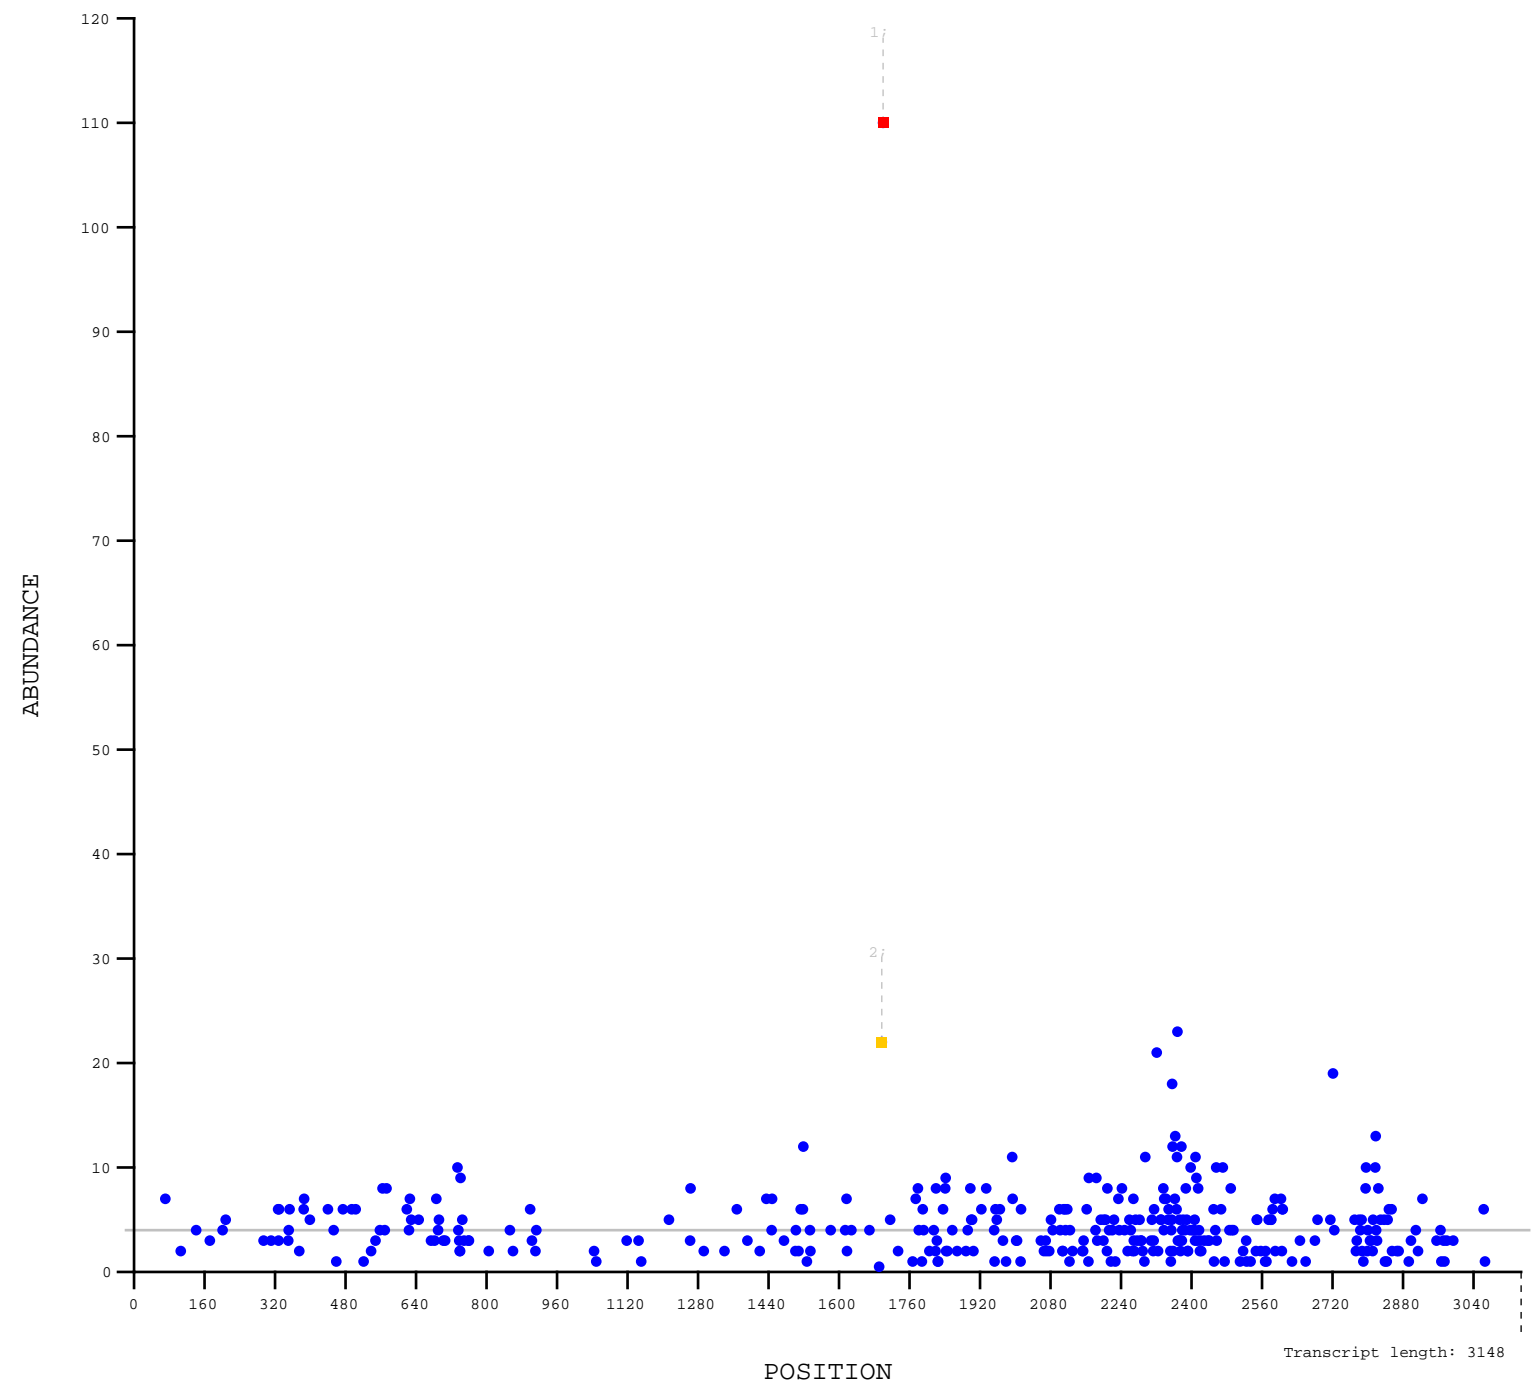

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0

#1

Position:1700

Abundance: 110.00(deg)

1(sRNA)

5'

TGATTGAGCCGTGCCAATATC

3'

ID:

3'

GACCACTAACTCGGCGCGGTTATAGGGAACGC

5'

Score: 0.5

p-value: 0.0

■ 2

#2

Position:1697

Abundance: 22.00(deg)

1(sRNA)

5'

TTGAGCCGCGCCAATATCAG

3'

ID:

3'

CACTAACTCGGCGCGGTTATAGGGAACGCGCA

5'

Score: 2.0

p-value: 0.0

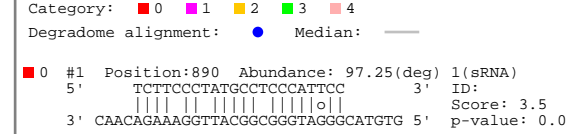

Cs3g12760.1 gene=Cs3g12760 CDS=491-2215

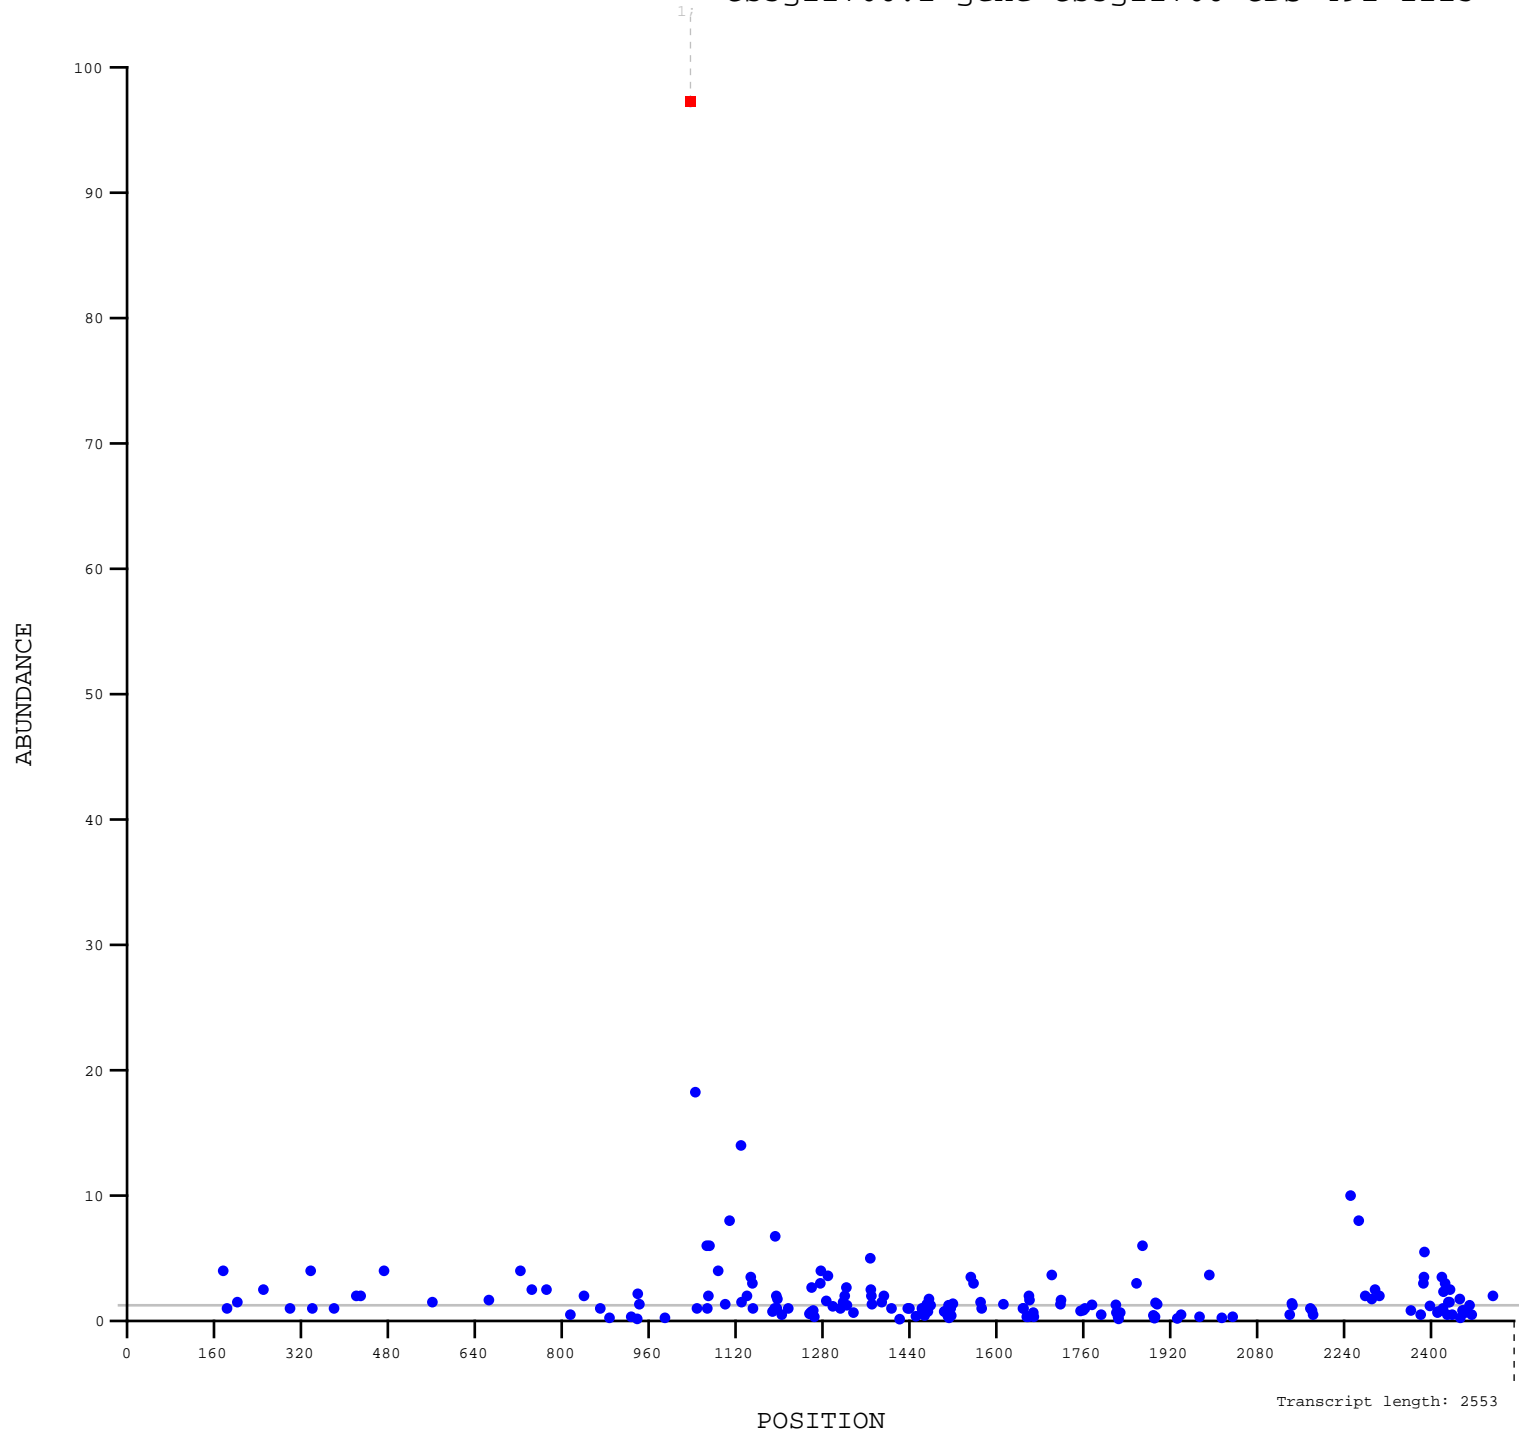

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

**0** #1 Position:1037 Abundance: 97.25(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTCC 3' ID:  
3' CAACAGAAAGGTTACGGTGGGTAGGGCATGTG 5' Score: 3.5  
p-value: 0.01

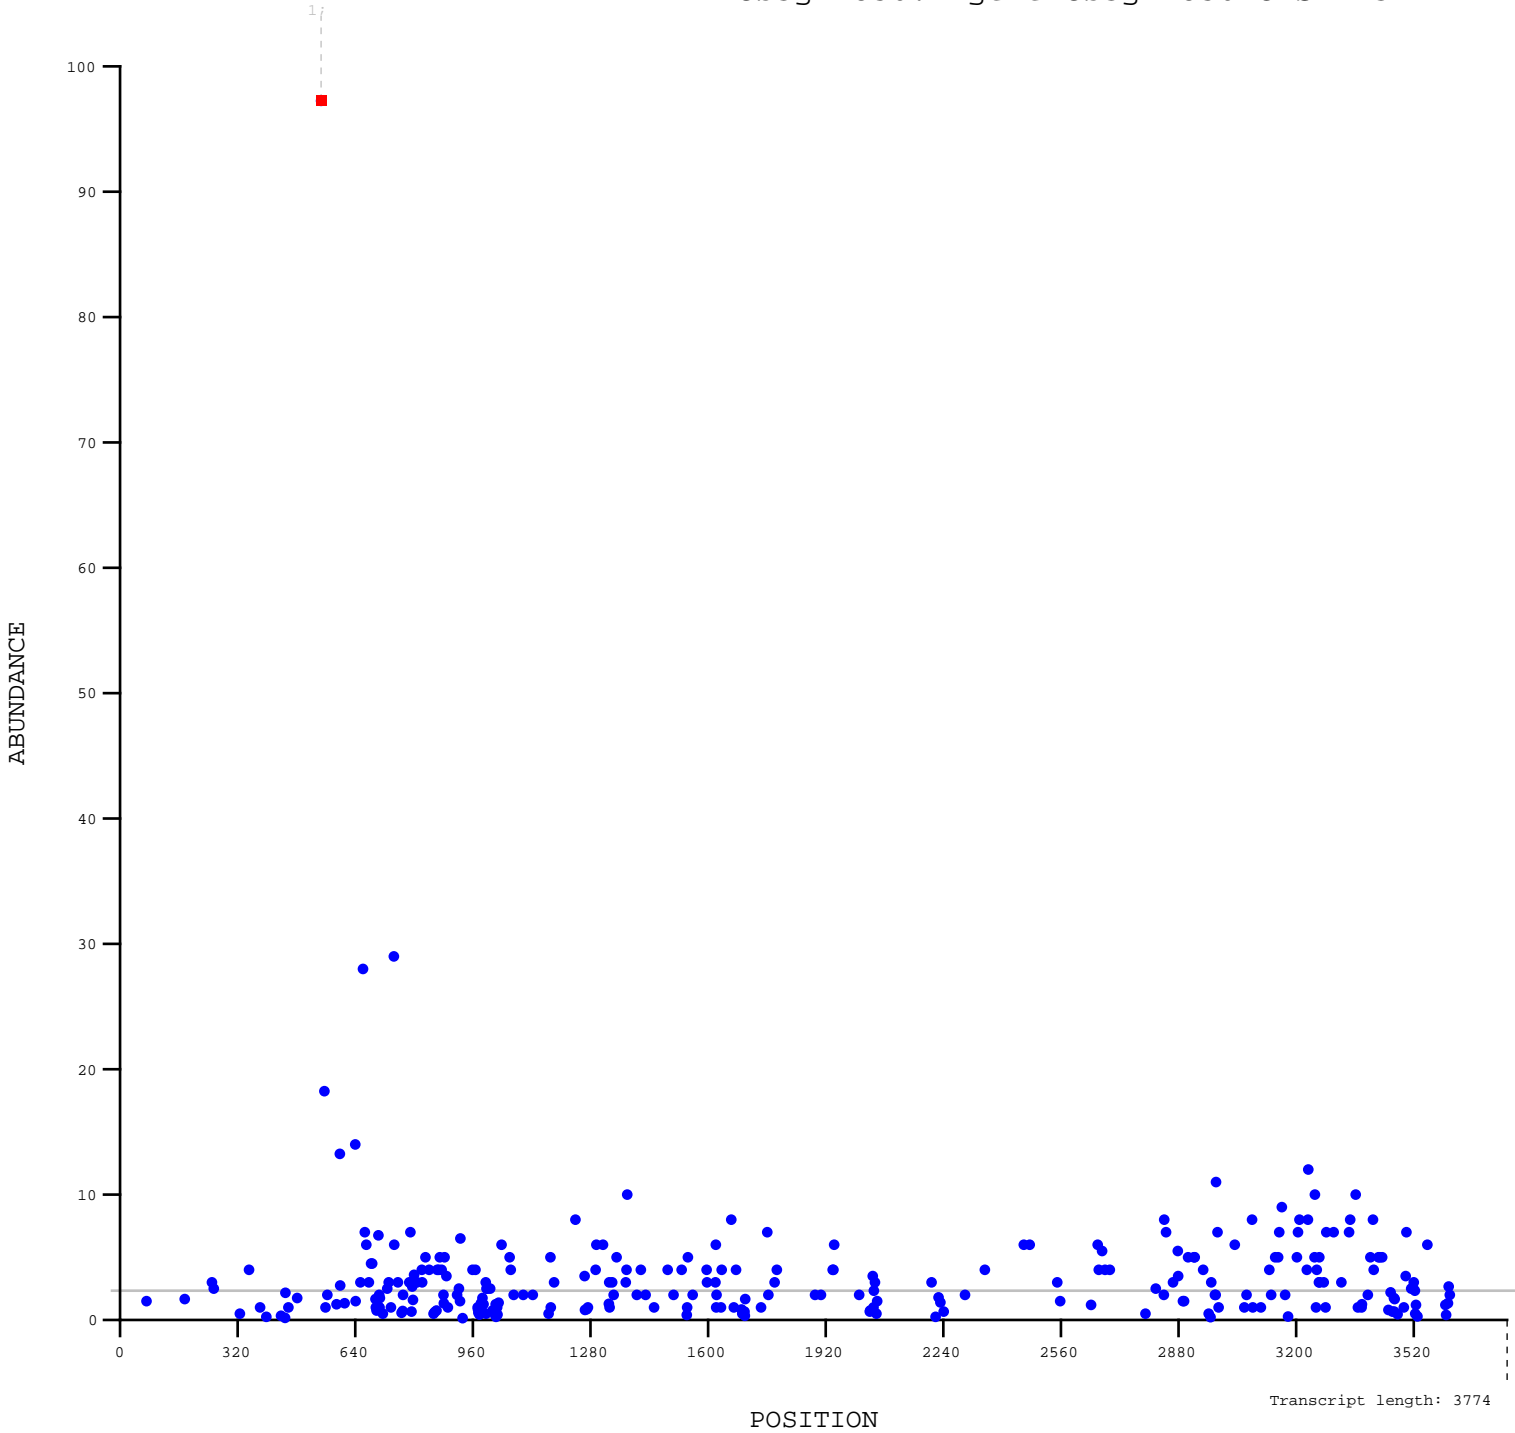

Category: 0 1 2 3 4  
Degradome alignment: • Median: —

0 #1 Position:547 Abundance: 97.25(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTC 3' ID:  
3' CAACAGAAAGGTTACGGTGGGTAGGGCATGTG 5' p-value: 0.0

Cs7g10850.1 gene=Cs7g10850 CDS=1-1407

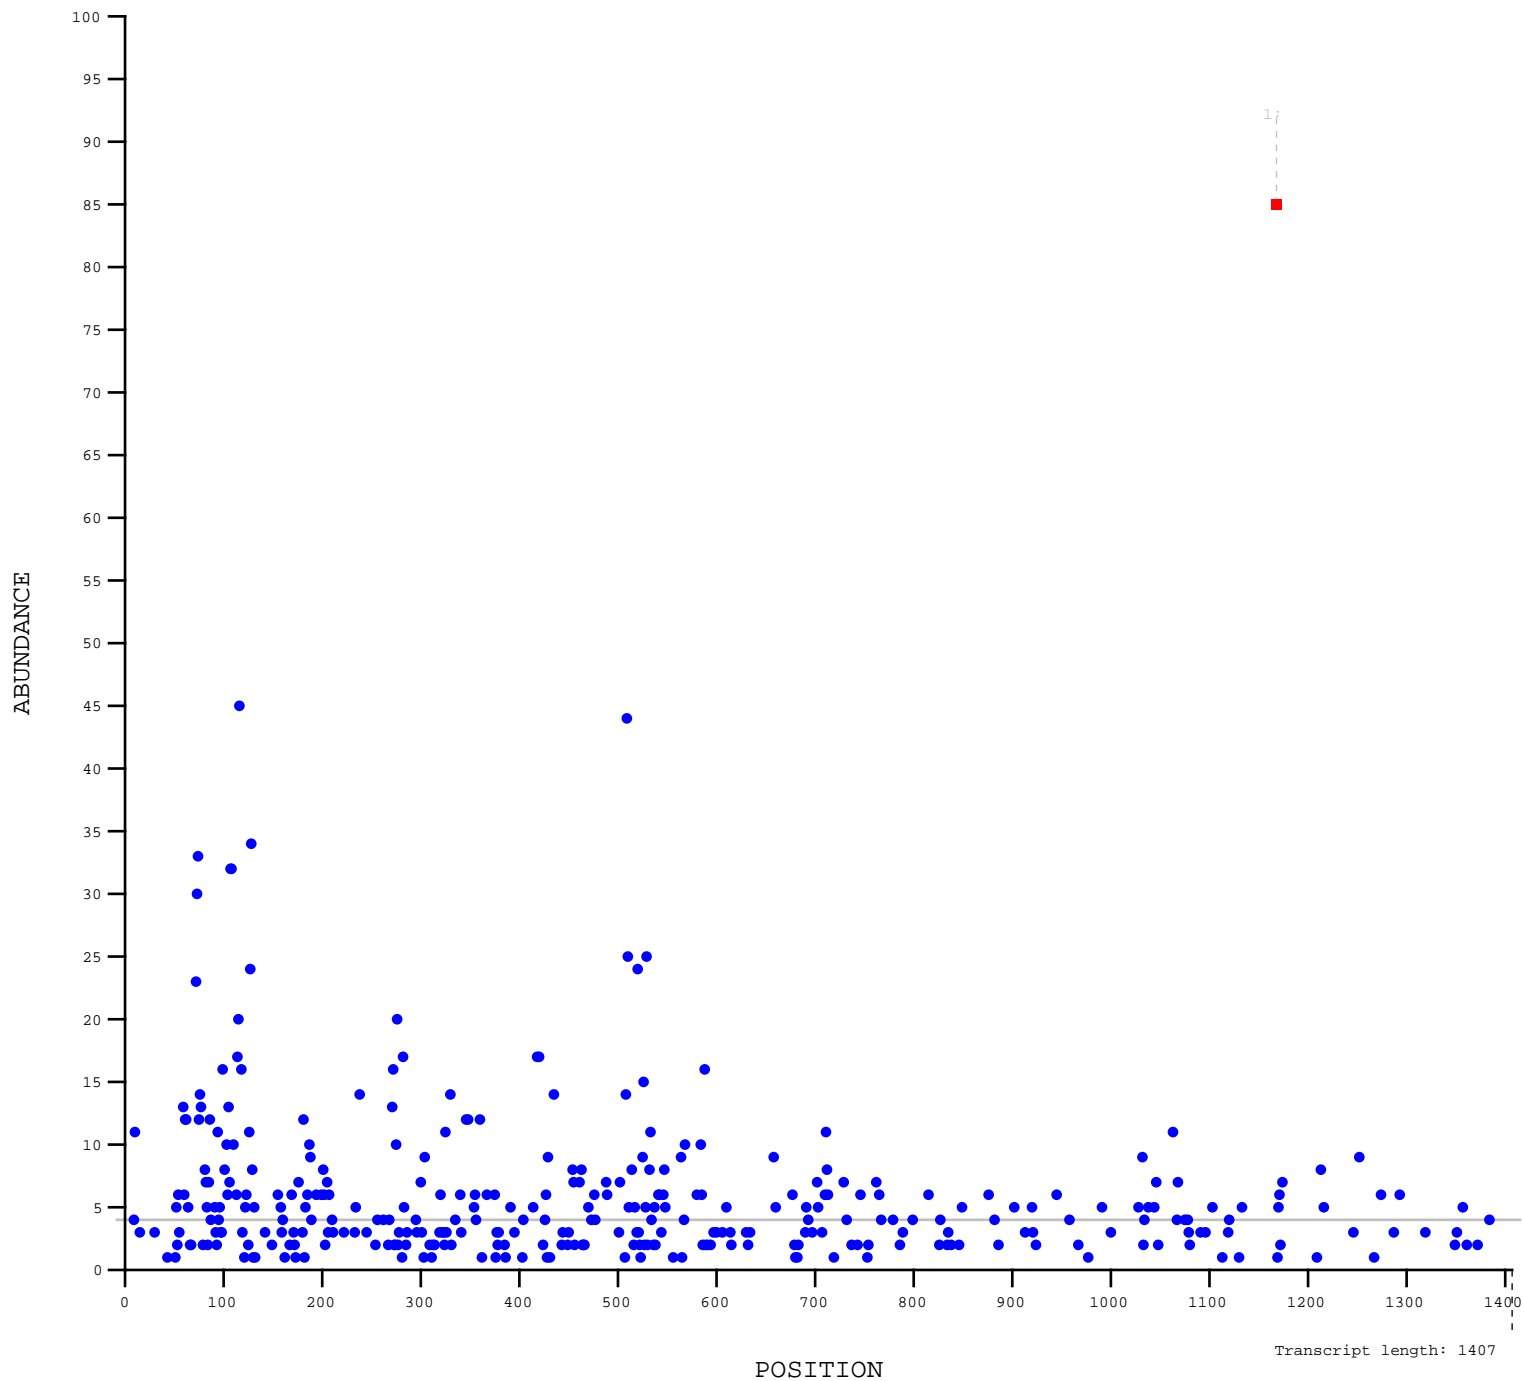

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position: ll168 Abundance: 85.00(deg) 2(sRNA)  
 5' TTGGCATTCGTGTCACCTTC 3' ID:  
 3' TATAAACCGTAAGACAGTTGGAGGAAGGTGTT 5' Score: 1.0  
 p-value: 0.0

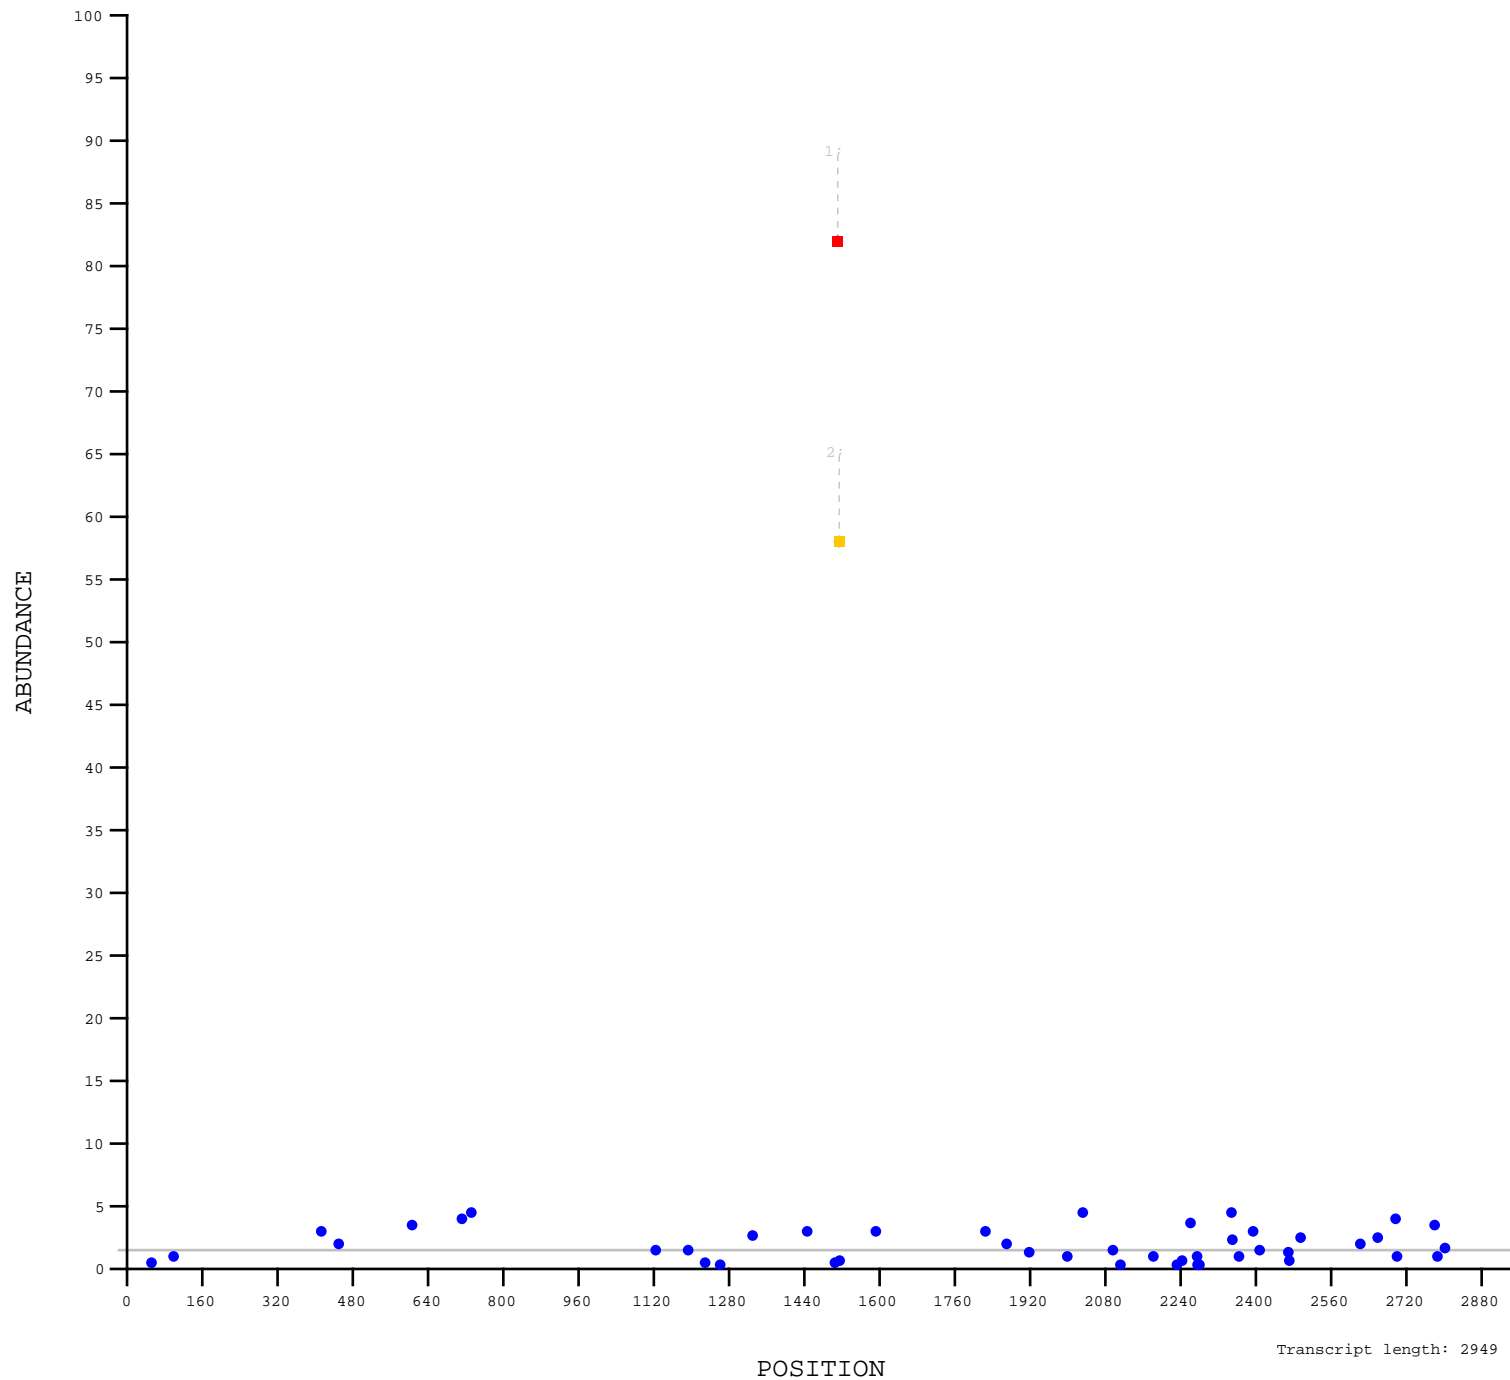

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1511 Abundance: 82.00(deg) 1(sRNA)  
 5' TTGAGCCGCGCCAATATCAG 3' ID:  
 3' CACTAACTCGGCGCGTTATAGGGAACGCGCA 5' Score: 2.0  
 p-value: 0.0

■ 2 #2 Position:1514 Abundance: 58.00(deg) 1(sRNA)  
 5' TGATTGAGCCGTGCCAATATC 3' ID:  
 3' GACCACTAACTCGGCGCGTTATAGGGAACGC 5' Score: 0.5  
 p-value: 0.0

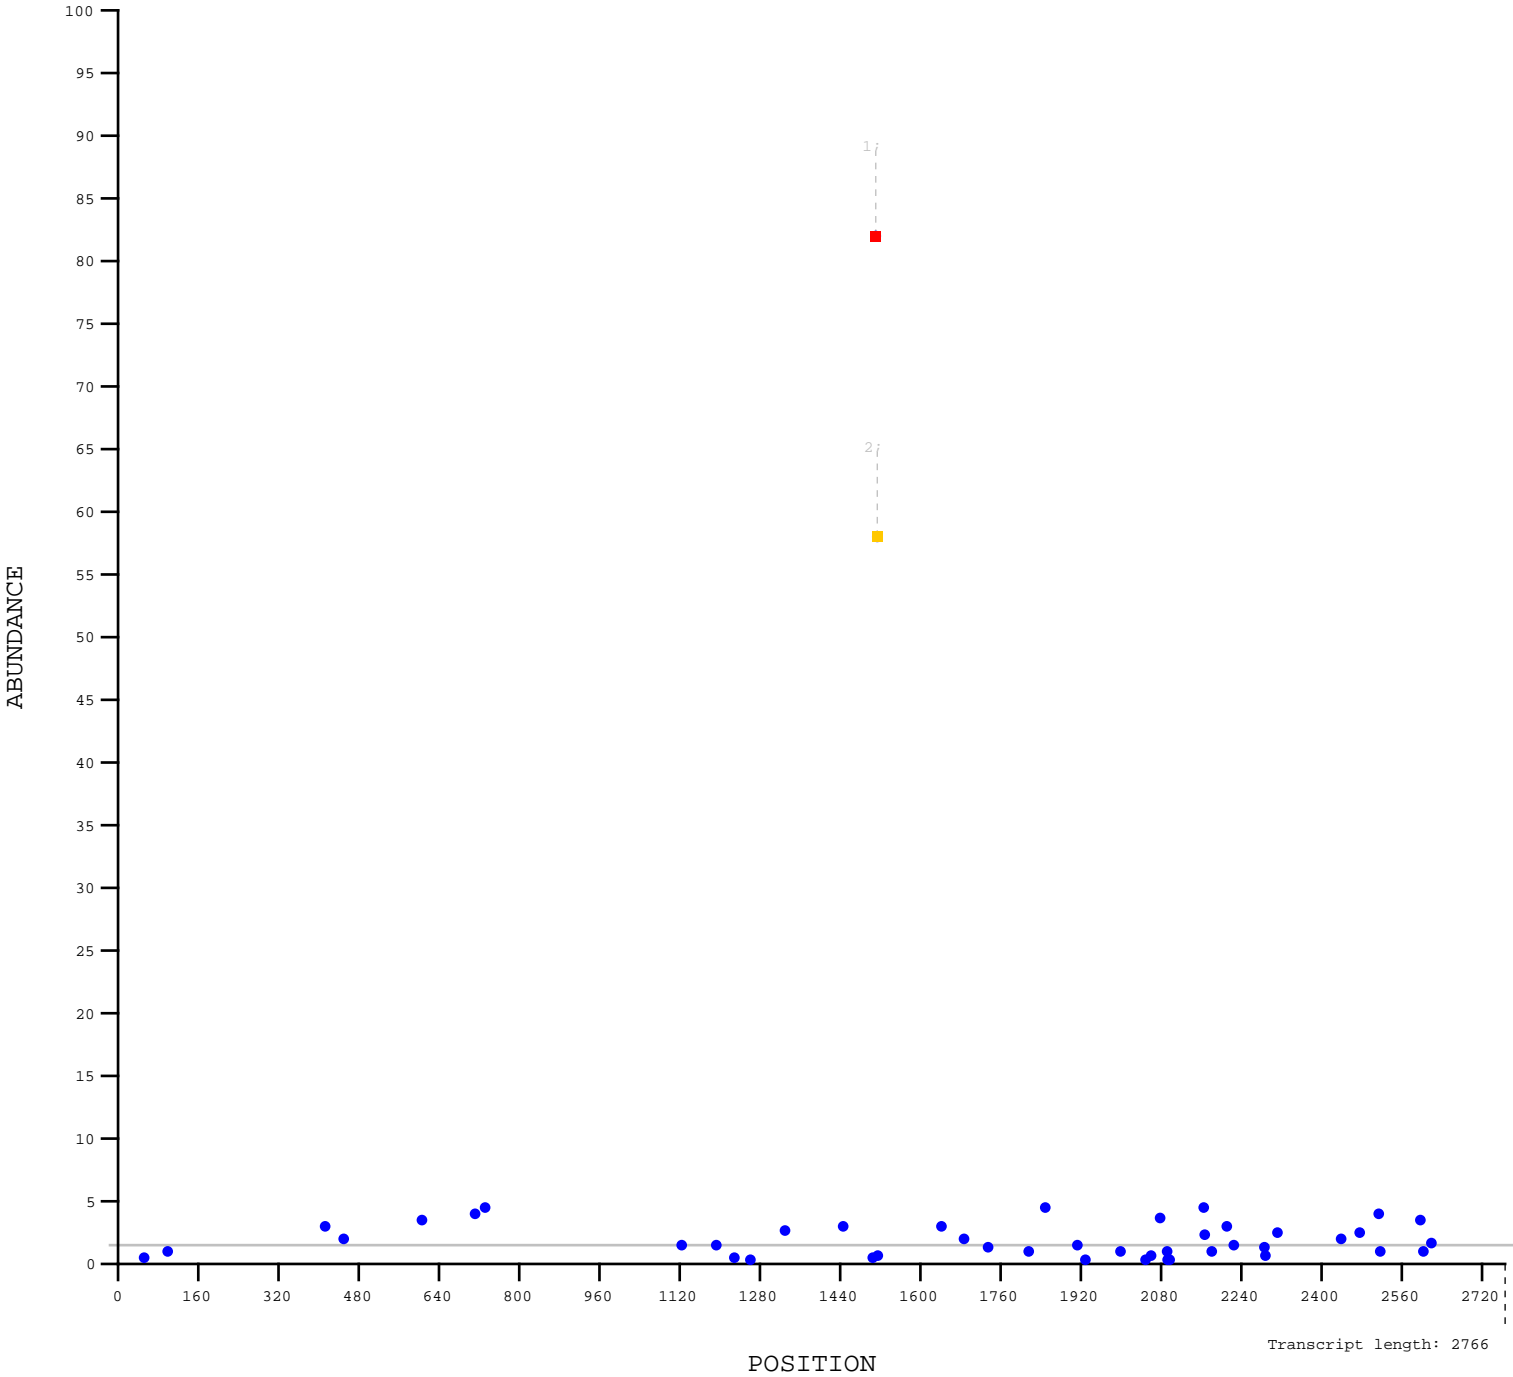

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0

#1

Position:1511

Abundance: 82.00(deg)

1(sRNA)

5'

TTGAGCCGCGCCAATATCAG

3'

ID:

Score: 2.0

p-value: 0.0

3'

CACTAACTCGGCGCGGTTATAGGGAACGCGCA

5'

■ 2

#2

Position:1514

Abundance: 58.00(deg)

1(sRNA)

5'

TGATTGAGCCGTGCCAATATC

3'

ID:

Score: 0.5

p-value: 0.0

3'

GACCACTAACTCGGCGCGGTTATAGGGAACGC

5'

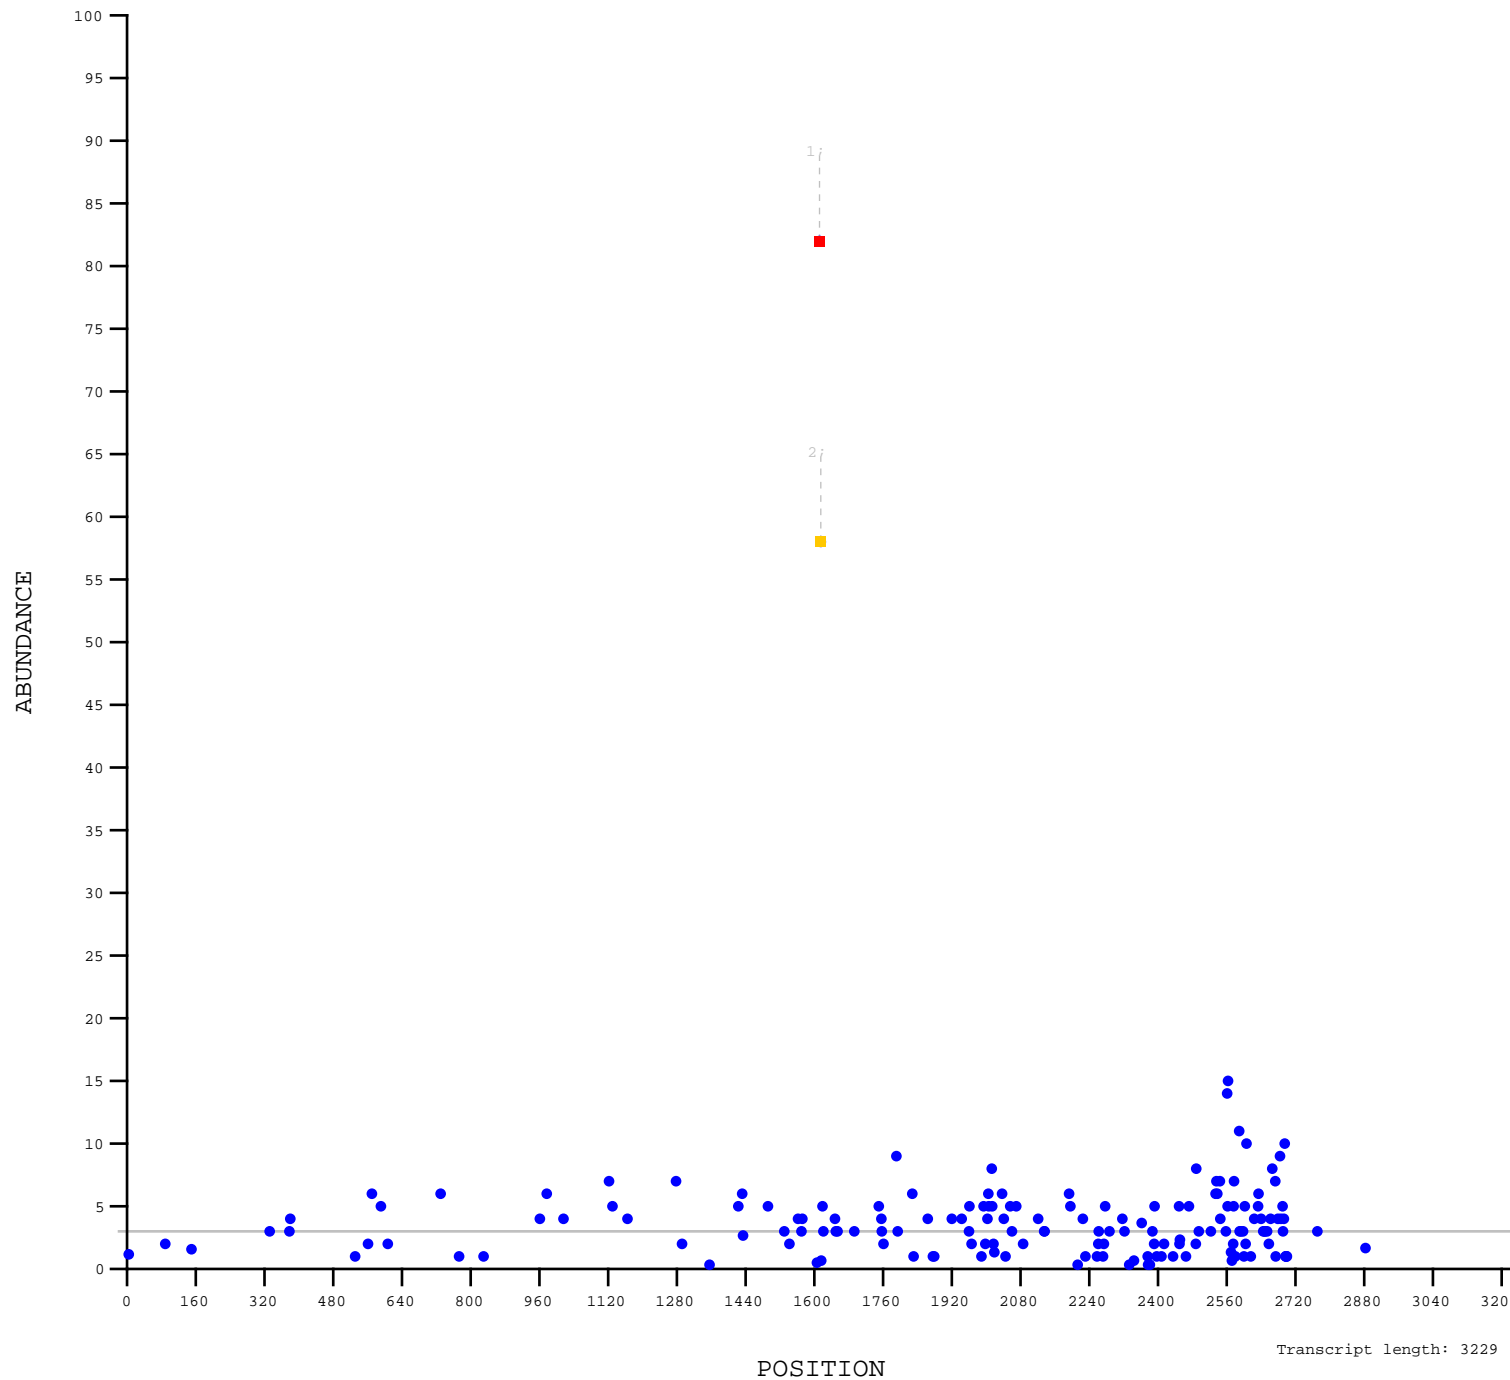

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:1612 Abundance: 82.00(deg) 1(sRNA)  
 5' TTGAGCCGCGCCAATATCAG 3' ID:  
 3' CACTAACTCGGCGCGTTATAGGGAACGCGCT 5' Score: 2.0  
 p-value: 0.0

■ 2 #2 Position:1615 Abundance: 58.00(deg) 1(sRNA)  
 5' TGATTGAGCCGTGCCAATATC 3' ID:  
 3' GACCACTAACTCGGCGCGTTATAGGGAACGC 5' Score: 0.5  
 p-value: 0.0

Cs8g16120.1 gene=Cs8g16120 CDS=132-1373

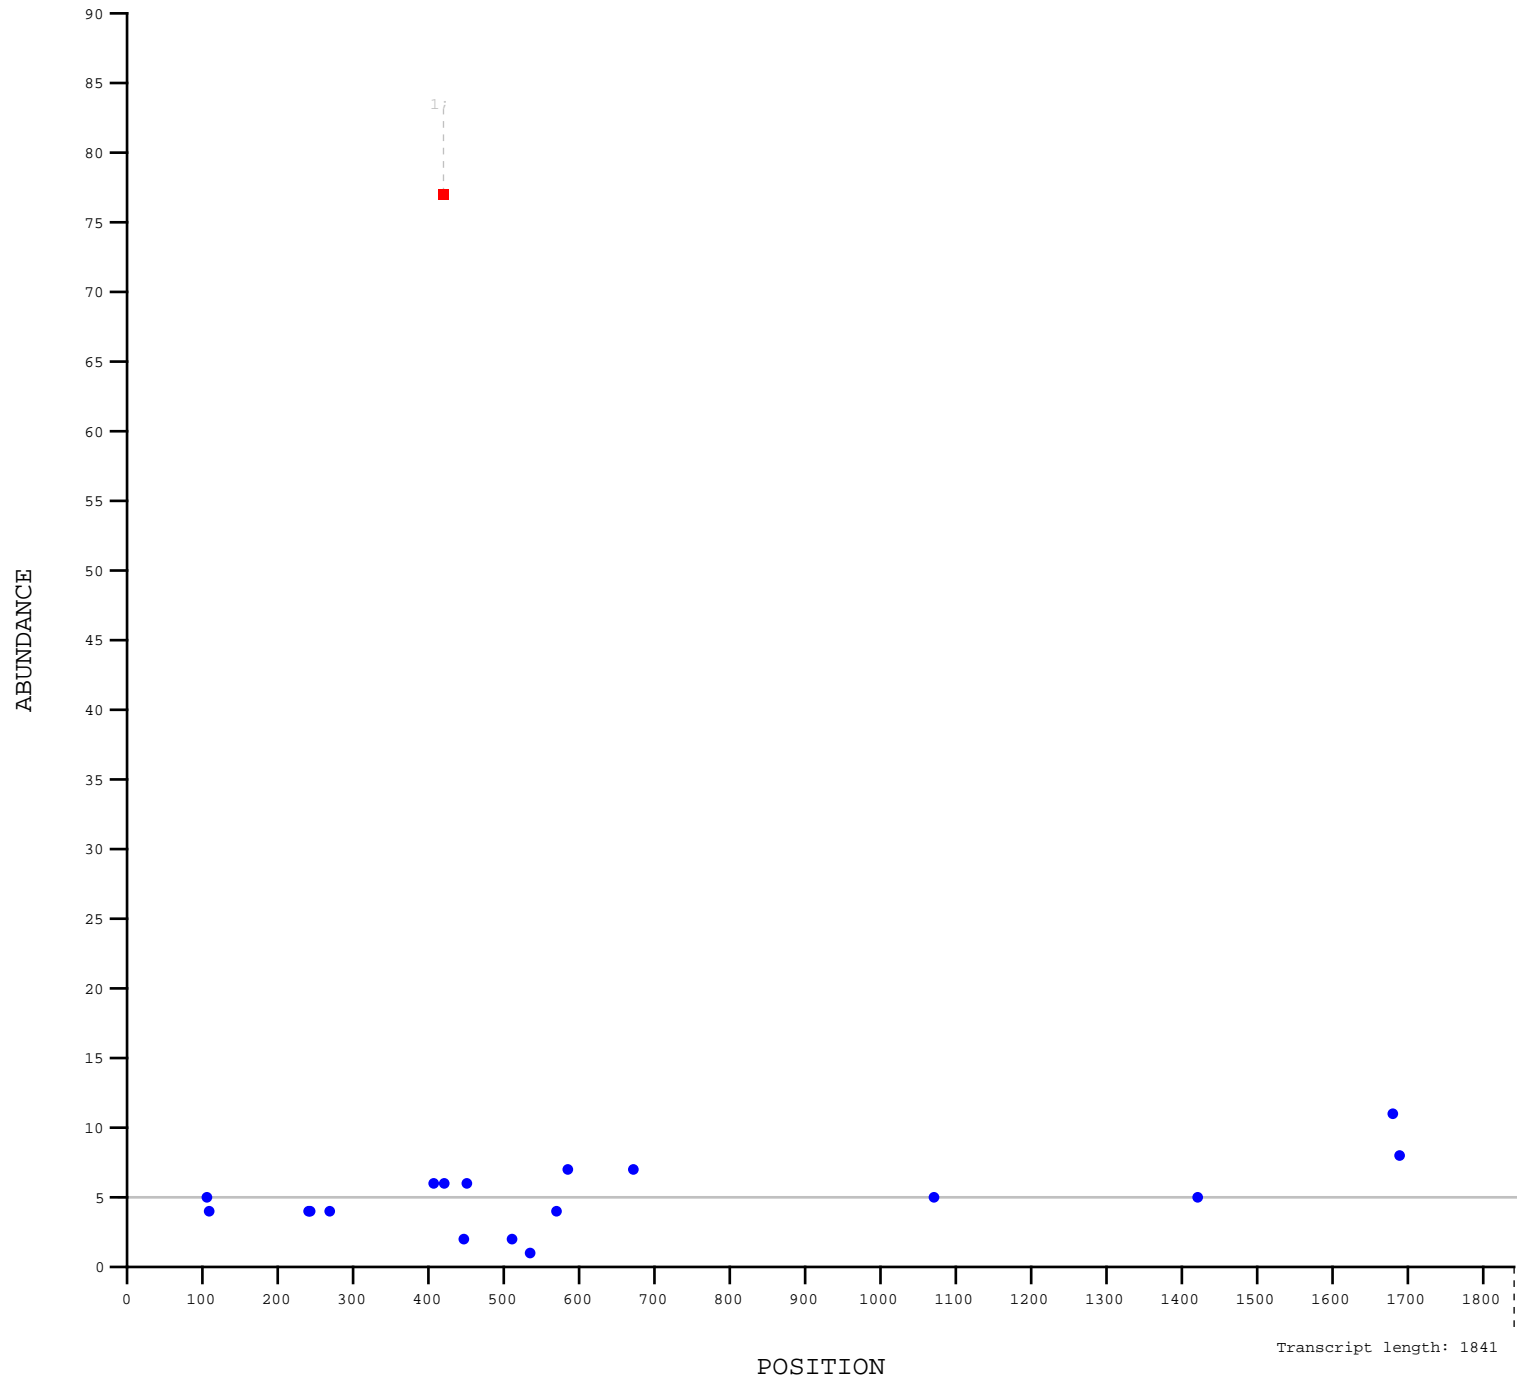

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:420 Abundance: 77.00(deg) 1(sRNA)  
 5' TTTTTCACACCTCCCATCC 3' ID:  
 TTTTTCACCTCCCATCC  
 3' GAACAAAAGGTTGTGTGGAAAGGGTGGATT 5' Score: 4.5  
 p-value: 0.02

Cs5g16710.2 gene=Cs5g16710 CDS=523-3744

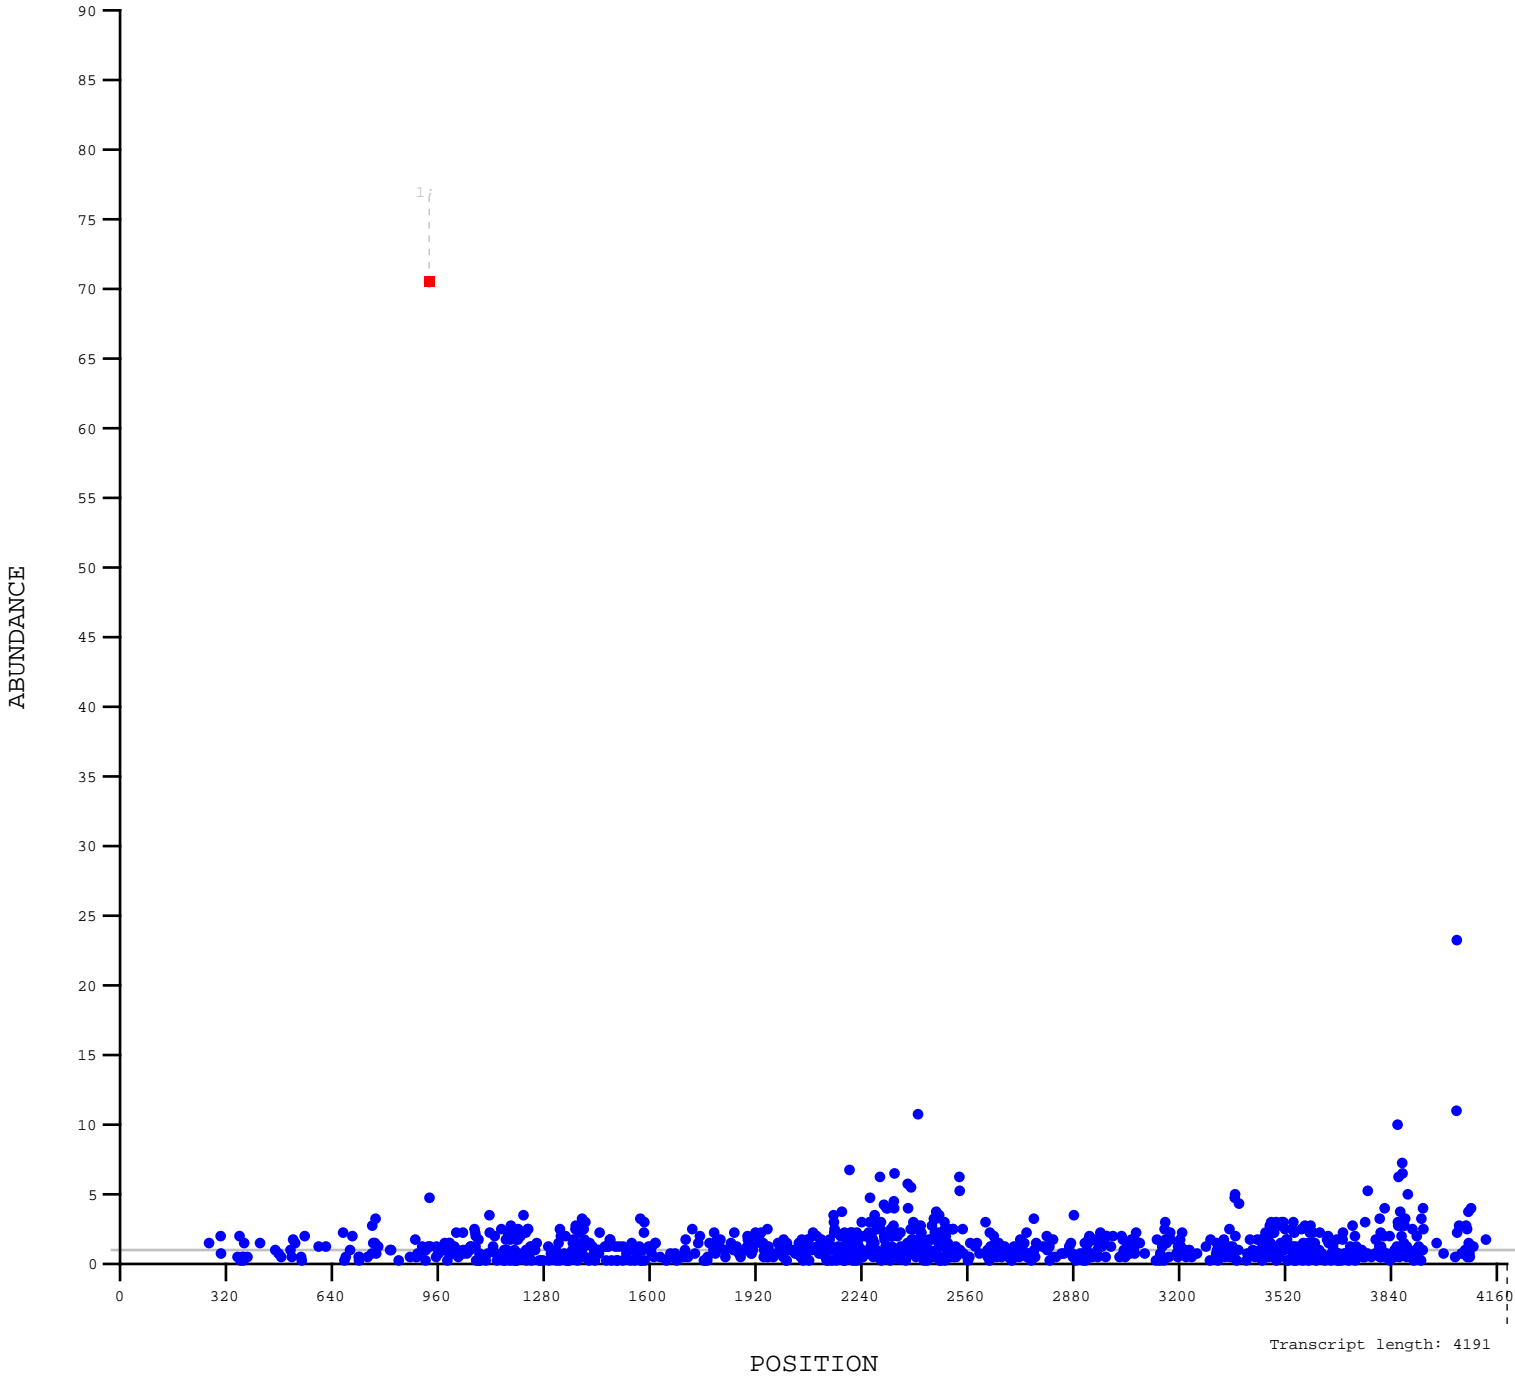

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

**#0 #1** Position:934 Abundance: 70.50(deg) 1(sRNA)  
5' TCGCTTGGTGCAAGTCGGGAA 3' ID:  
3' CCCCACGAACCACATCGAGCCCTTAACACT 5' p-value: 0.0

# Cs5g16710.3 gene=Cs5g16710 CDS=386-3739

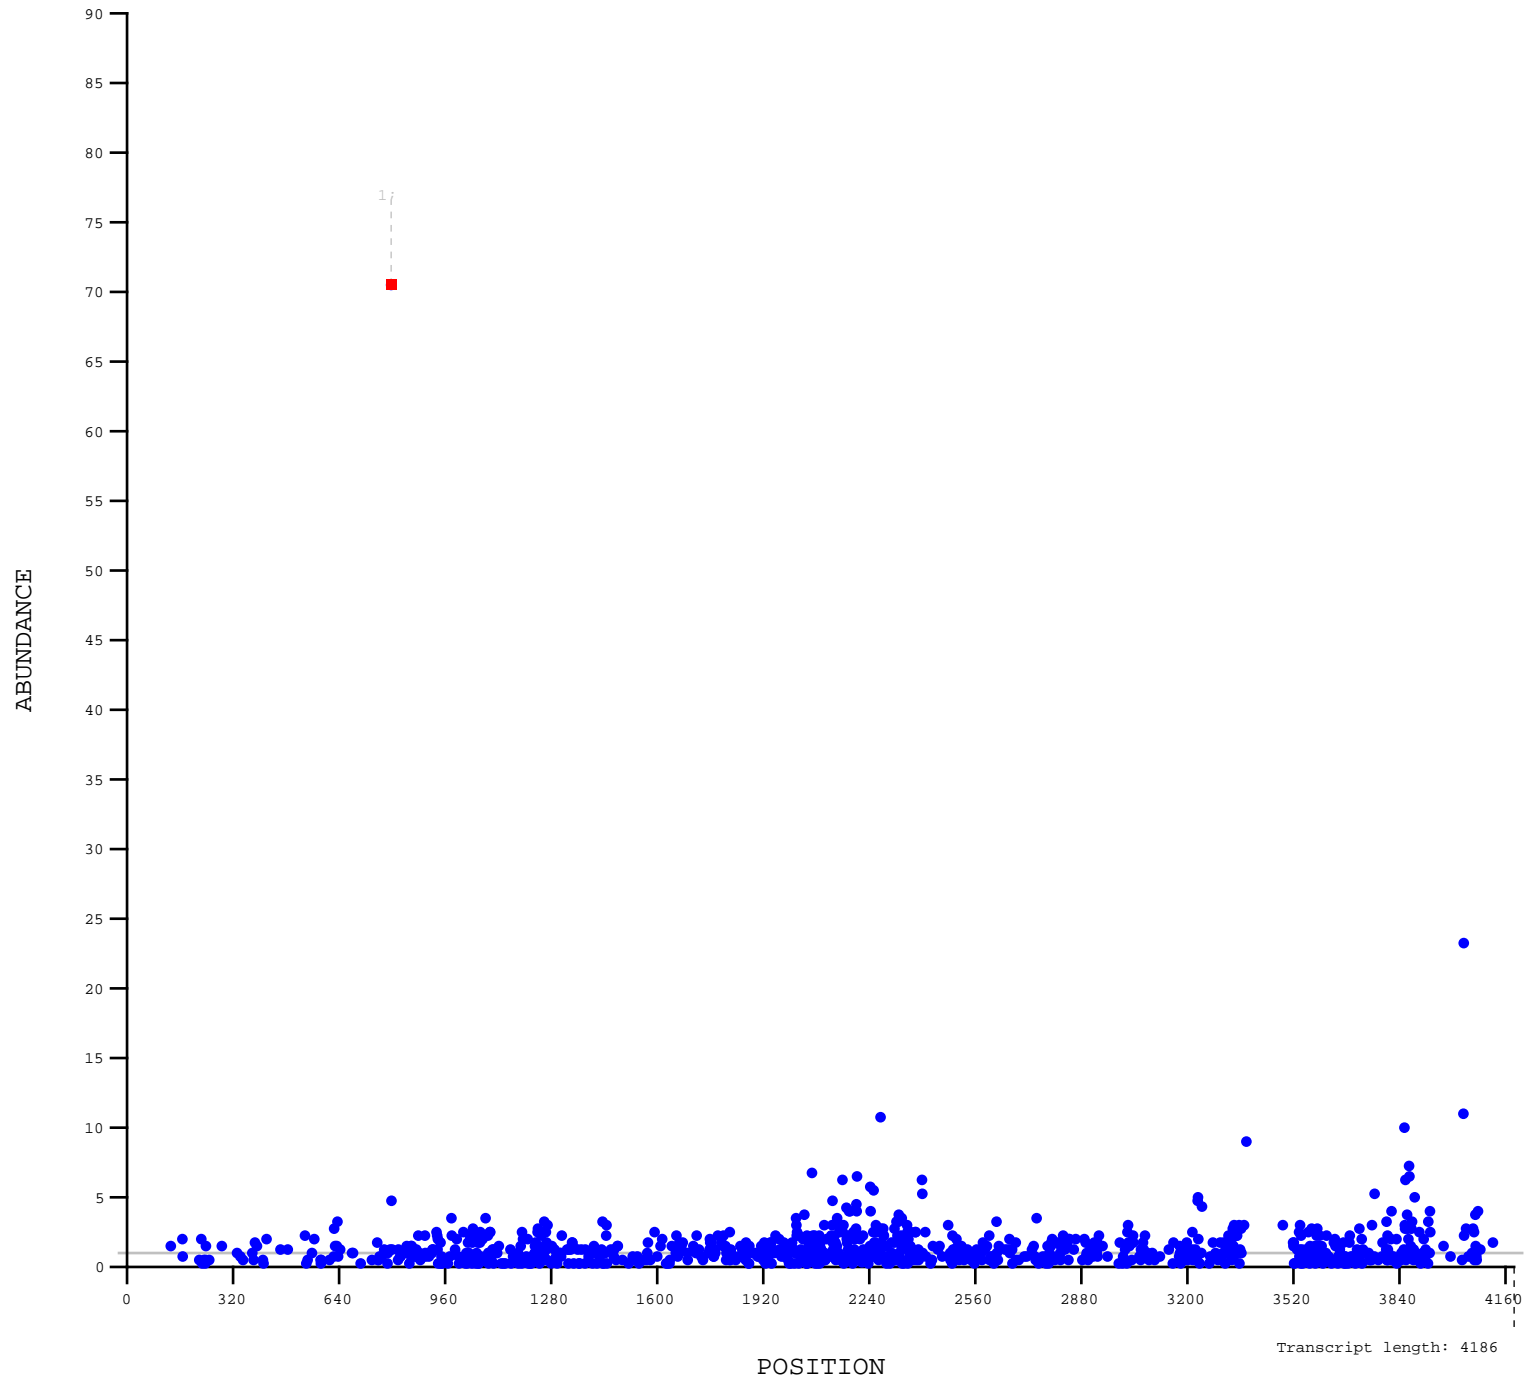

Cs5g16710.4 gene=Cs5g16710 CDS=386-3289

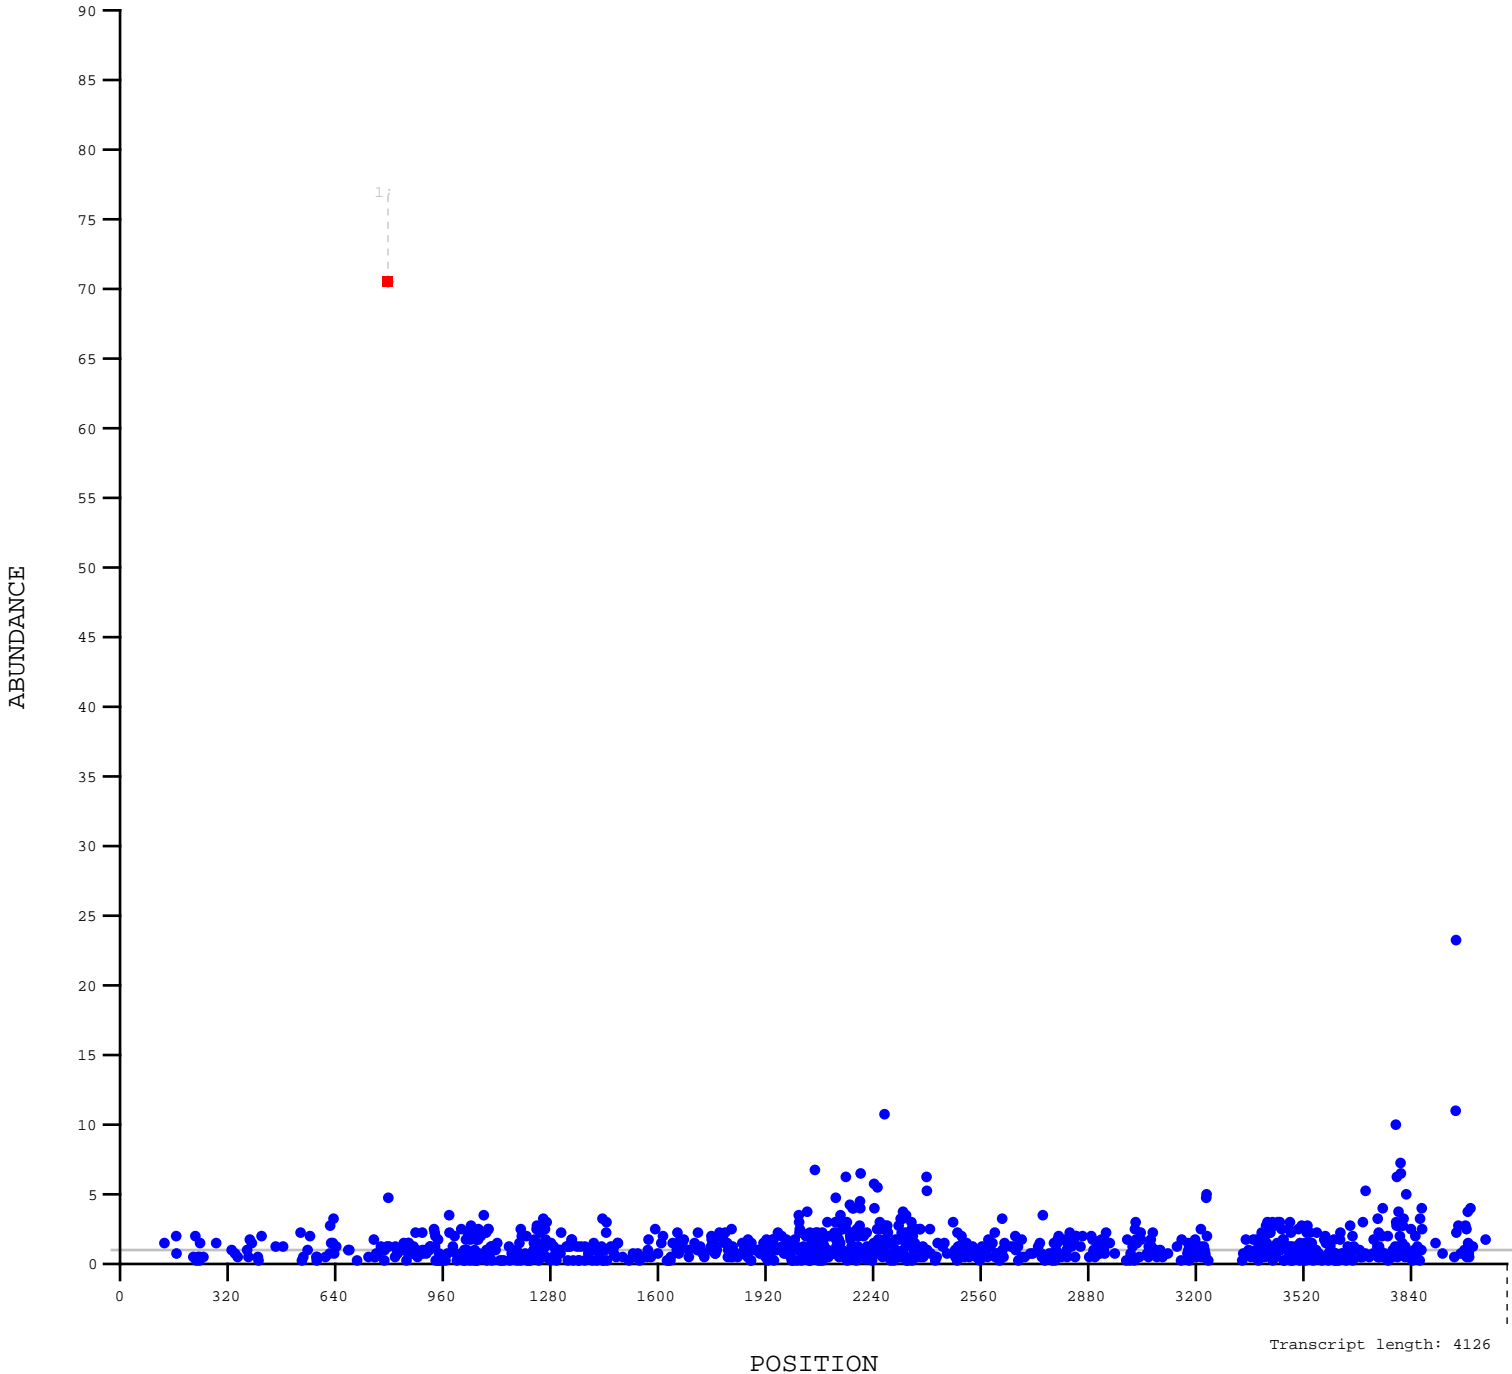

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

■ 0 #1 Position:797 Abundance: 70.50(deg) 1(sRNA)  
5' TCGCTTGGTGCAGGTCGGGAA 3' ID:  
Score: 3.0  
3' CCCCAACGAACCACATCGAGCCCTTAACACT 5' p-value: 0.0

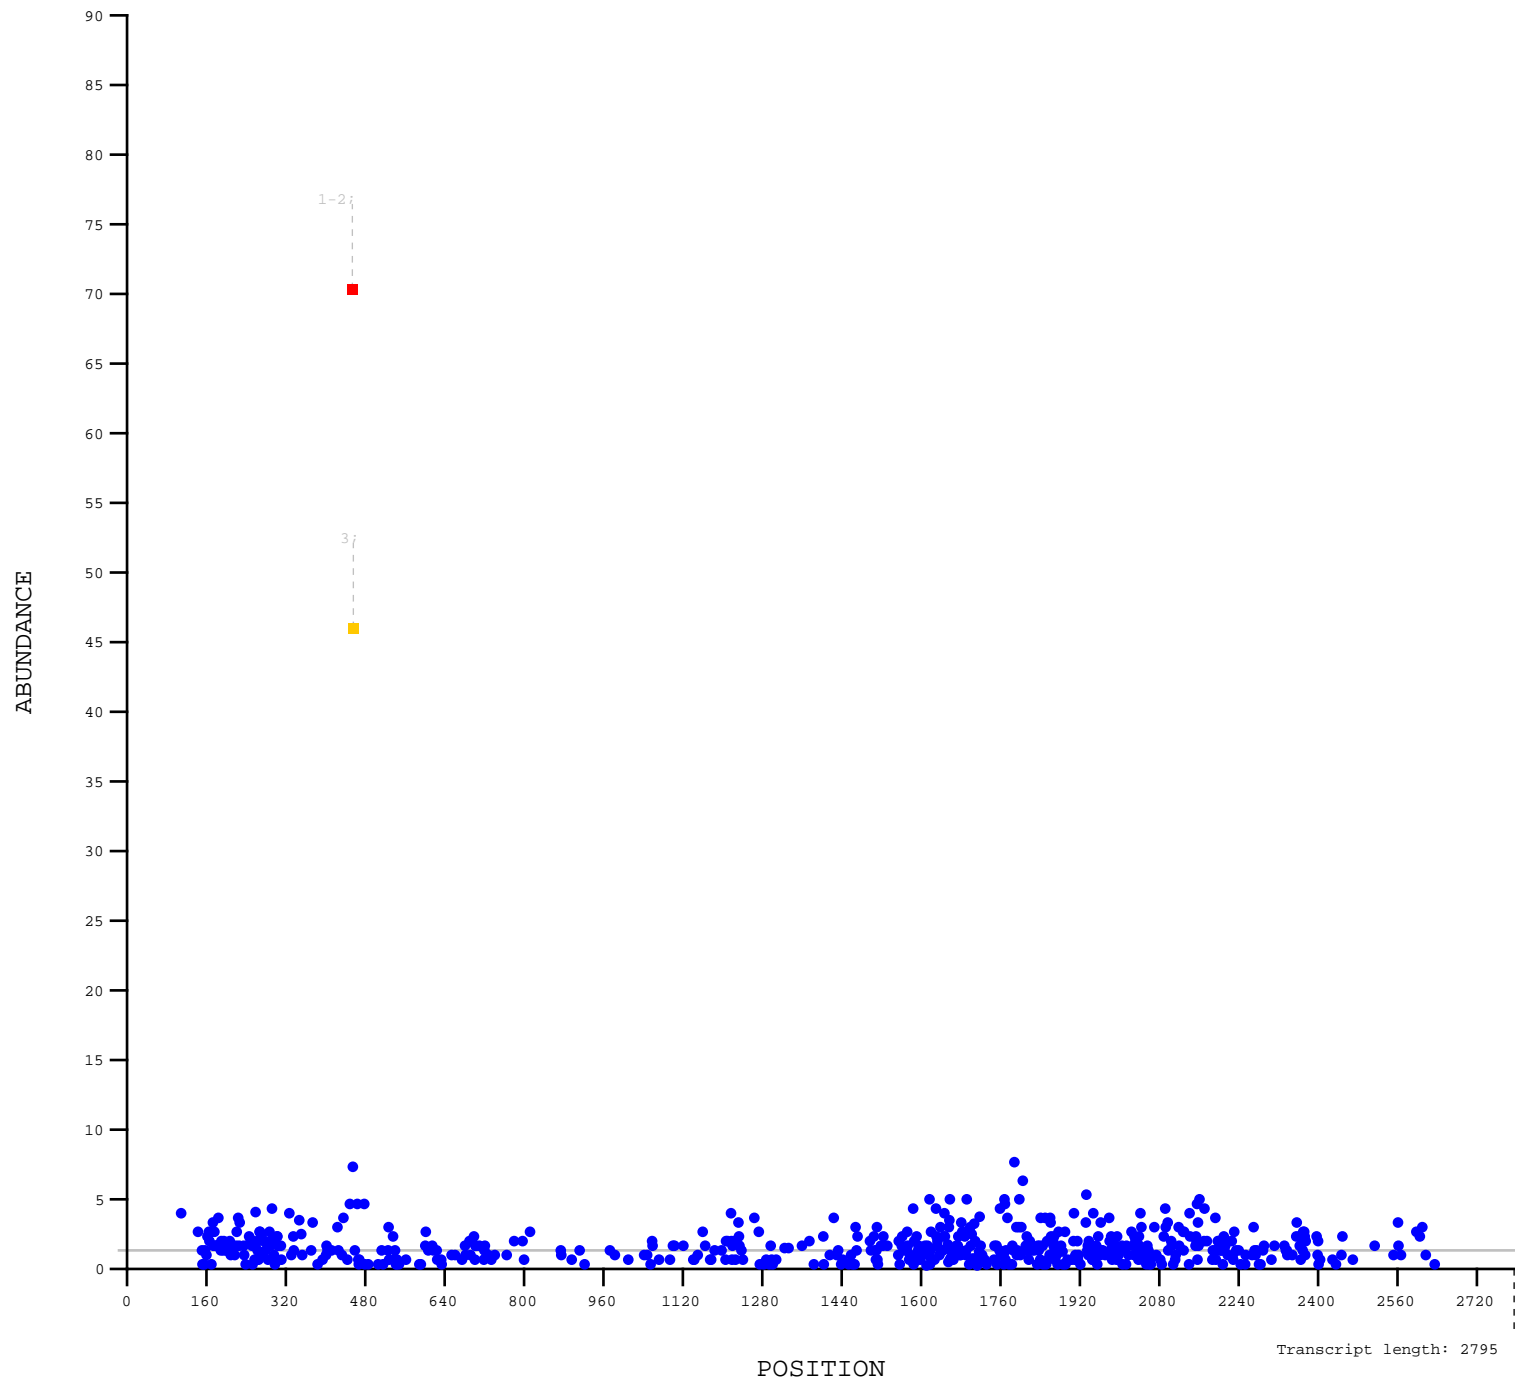Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4Degradome alignment: ● Median: —

■ 0 #1 Position:454 Abundance: 70.33(deg) 2(sRNA)  
 5' TCGGACCAGGCTTCATTCCCC 3' ID:  
 o|||||  
 3' CTTAGGCCTGGTCCGAAGTA-GGGTCCGTAGA 5' Score: 2.5  
 p-value: 0.0

■ 0 #2 Position:454 Abundance: 70.33(deg) 1(sRNA)  
 5' TCGGACCAGGCTTCATTCCCT 3' ID:  
 o|||||  
 3' CTTAGGCCTGGTCCGAAGTA-GGGTCCGTAGA 5' Score: 2.5  
 p-value: 0.0

■ 2 #3 Position:456 Abundance: 46.00(deg) 2(sRNA)  
 5' TCTCGGACCAGGCTTCATTCC 3' ID:  
 3' GCTTAG-GCCTGGTCCGAAGTAGGGTCCGTAG 5' Score: 1.5  
 p-value: 0.0

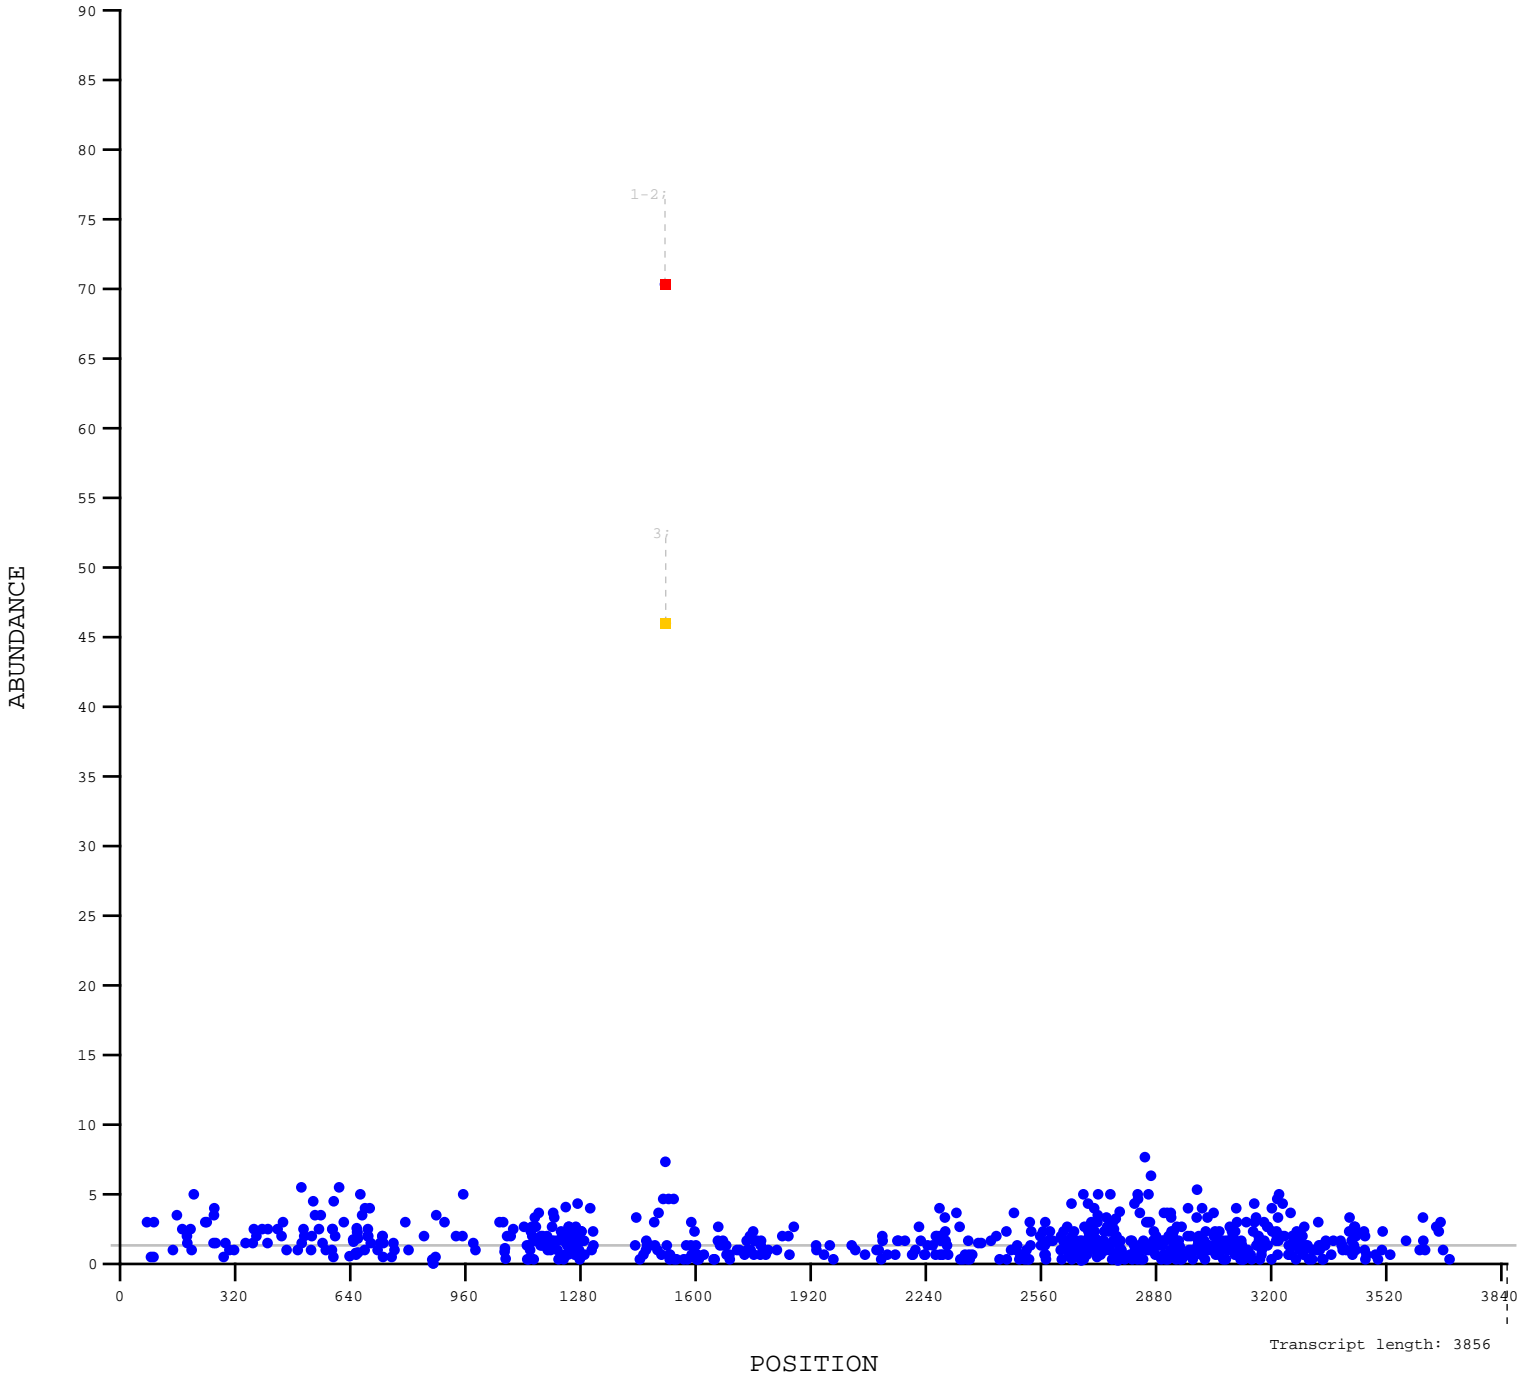

Cs5g10180.2 gene=Cs5g10180 CDS=1719-3230

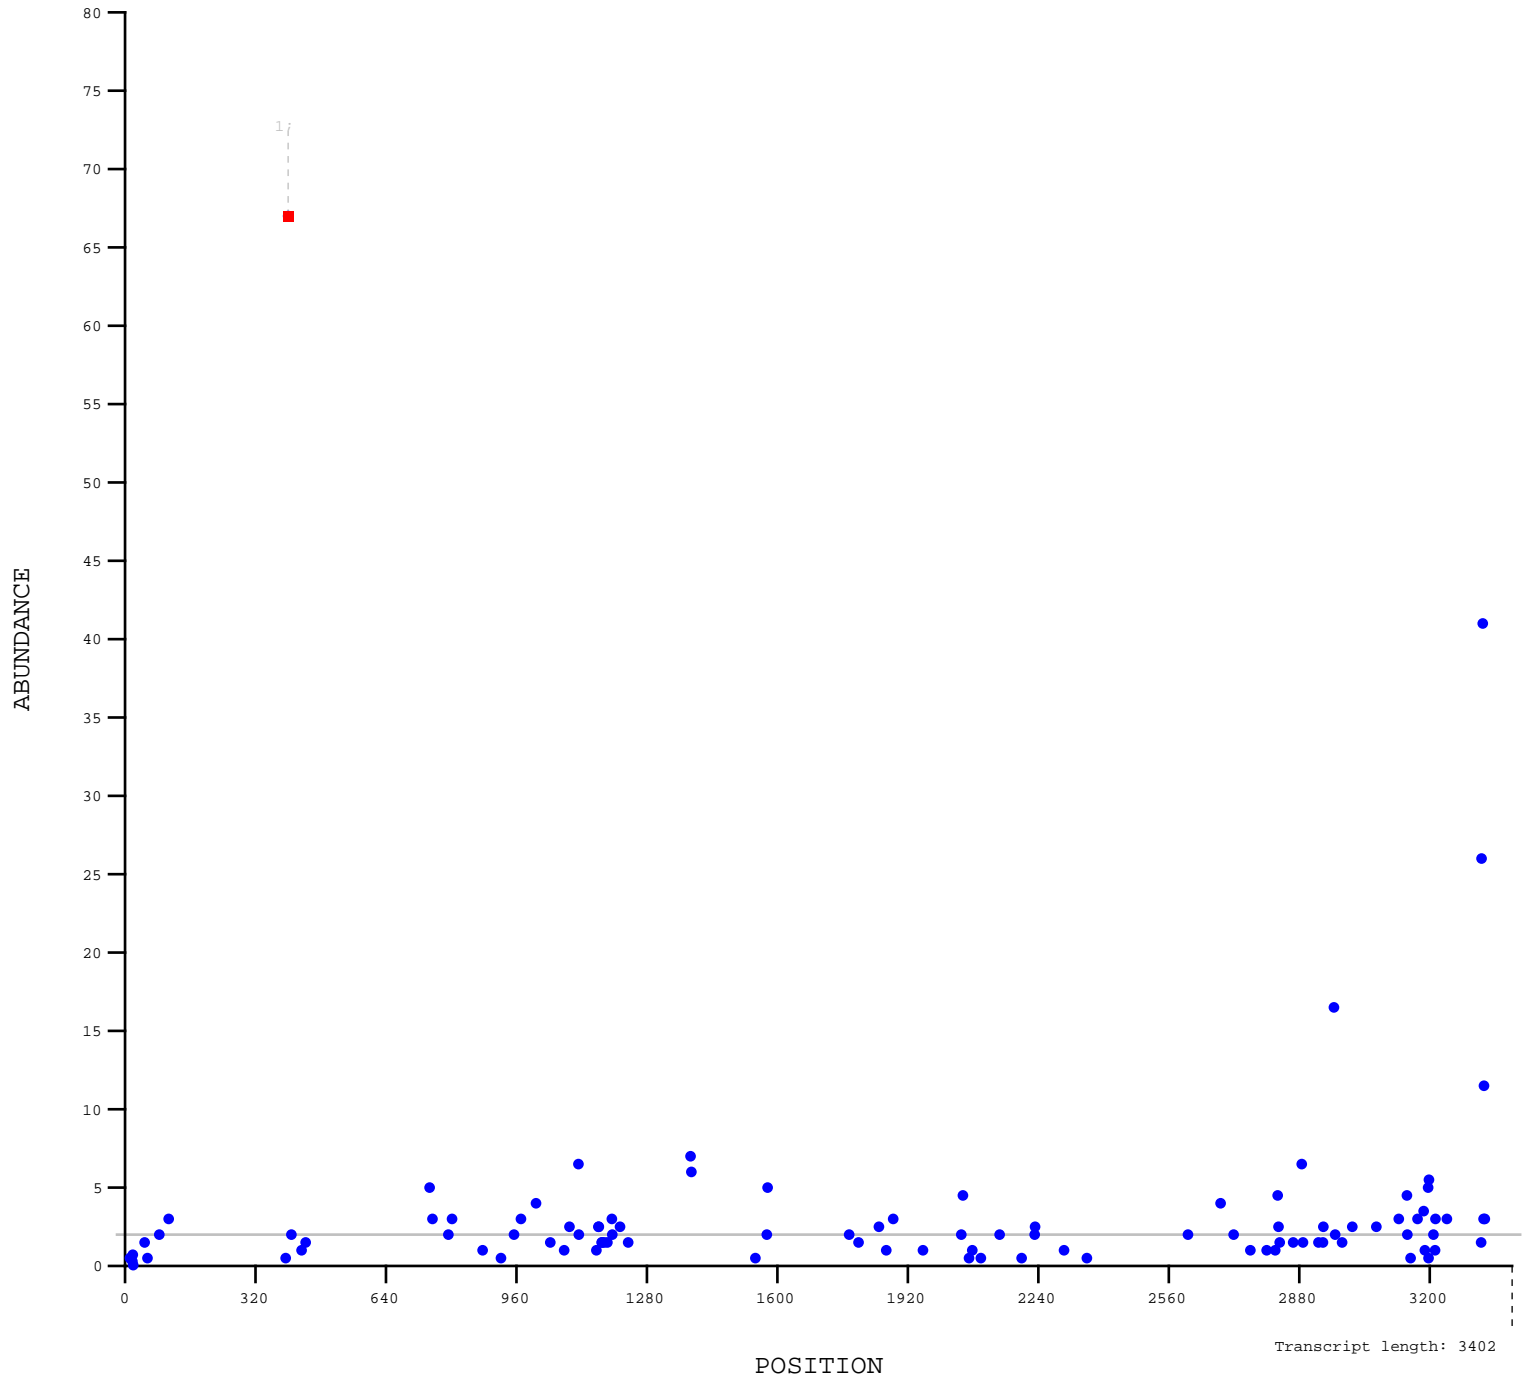

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

```

■ 0 #1 Position:400 Abundance: 67.00(deg) 2(sRNA)
    5'      TTAGATGACCATCAACAATAA   3' ID:
    3' TTCAAATCTACTGGTAGTGCTGTGGACTTG 5' p-value: 0.0

```

# Cs5g10180.1 gene=Cs5g10180 CDS=275-2371

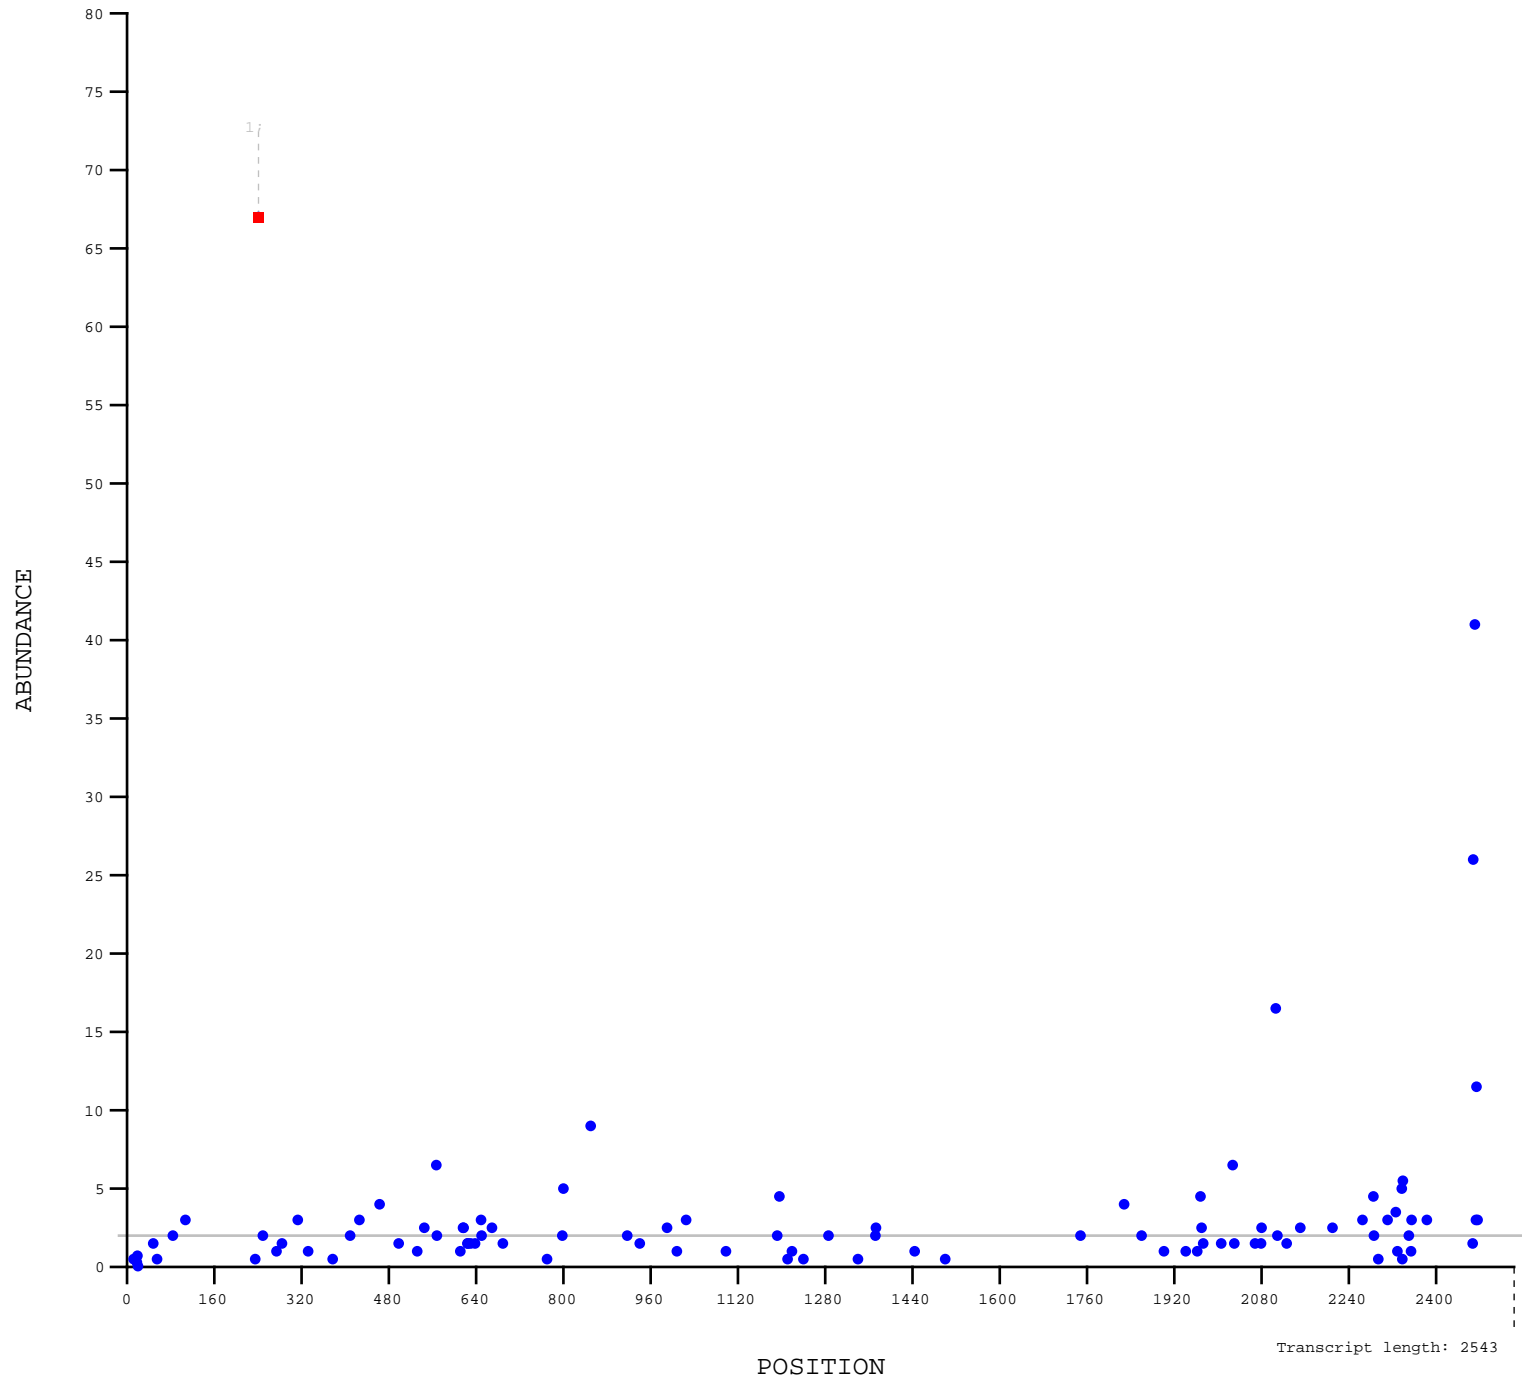

# Cs1g15550.1 gene=Cs1g15550 CDS=101-2779

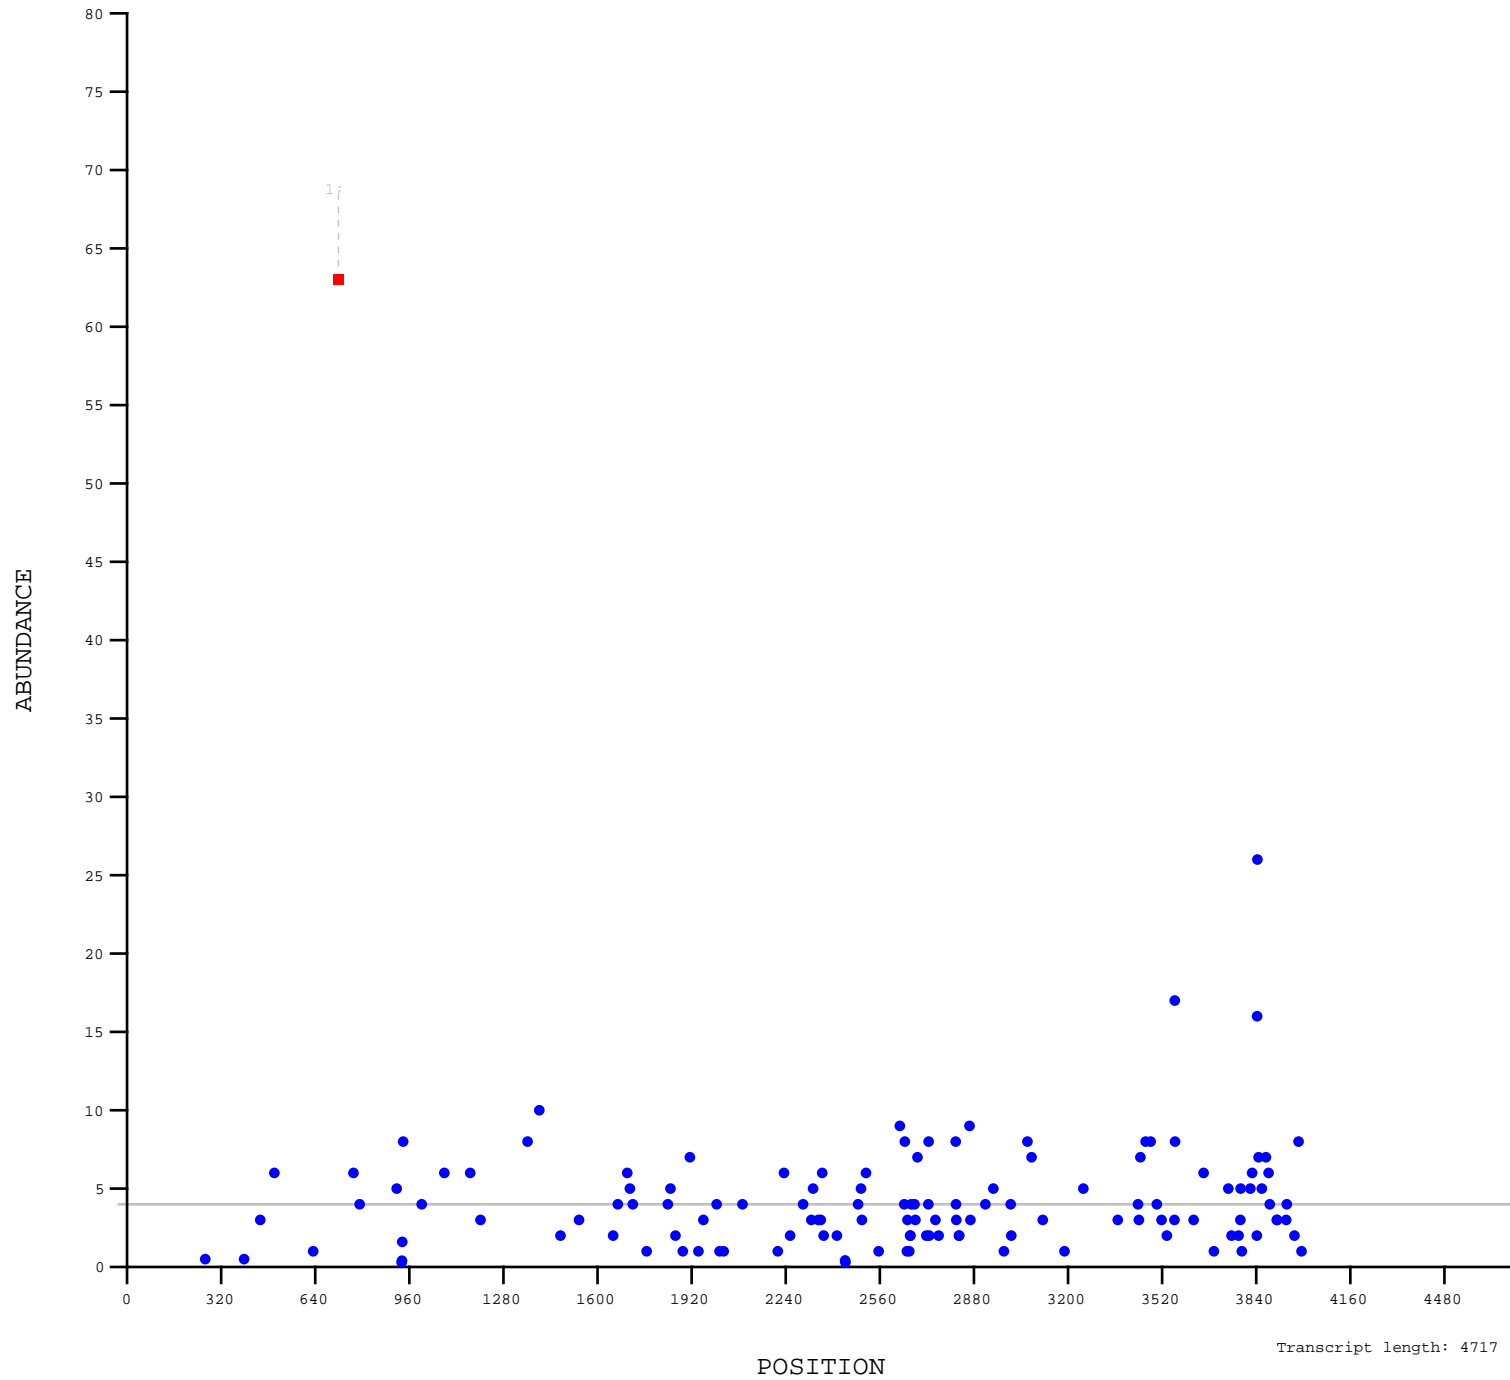

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position: 719 Abundance: 63.00(deg) 1(sRNA)  
 5' TCTTCCCTATGCCTCCCATTC 3' ID:  
 3' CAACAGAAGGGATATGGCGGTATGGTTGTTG 5' Score: 2.5  
 p-value: 0.0

orange1.1t03122.1 gene=orange1.1t03122 CDS=243-1316

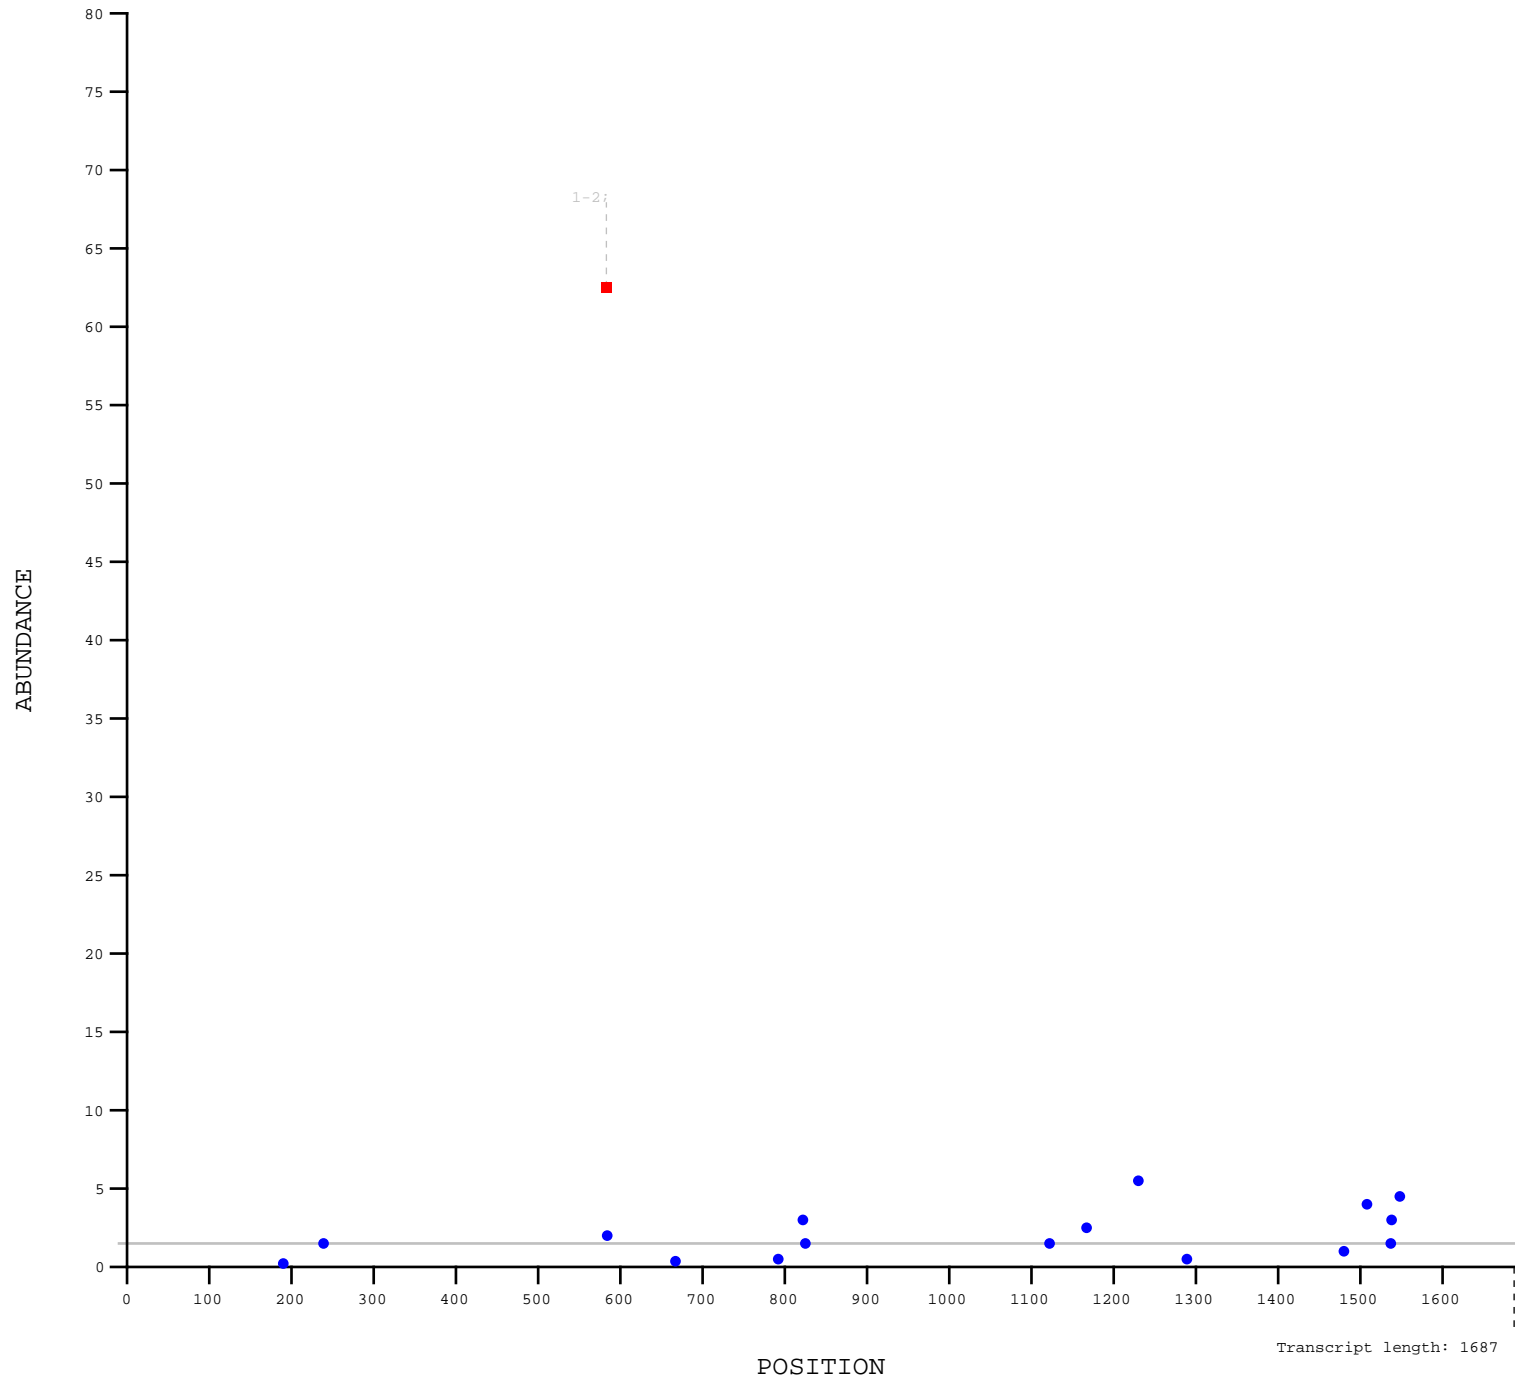

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

■ 0 #1 Position:583 Abundance: 62.50(deg) 3(sRNA)  
5' TTCCACA-GCTTCTTGAAC TG 3' ID:  
3' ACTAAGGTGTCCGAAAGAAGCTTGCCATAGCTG 5' p-value: 0.0

■ 0 #2 Position:583 Abundance: 62.50(deg) 1(sRNA)  
5' TTCCAC-GGCTTTCTTGAAC TT 3' ID:  
3' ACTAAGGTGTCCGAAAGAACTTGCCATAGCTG 5' Score: 3.0  
p-value: 0.0

orange1.1t03122.2 gene=orange1.1t03122 CDS=243-1328

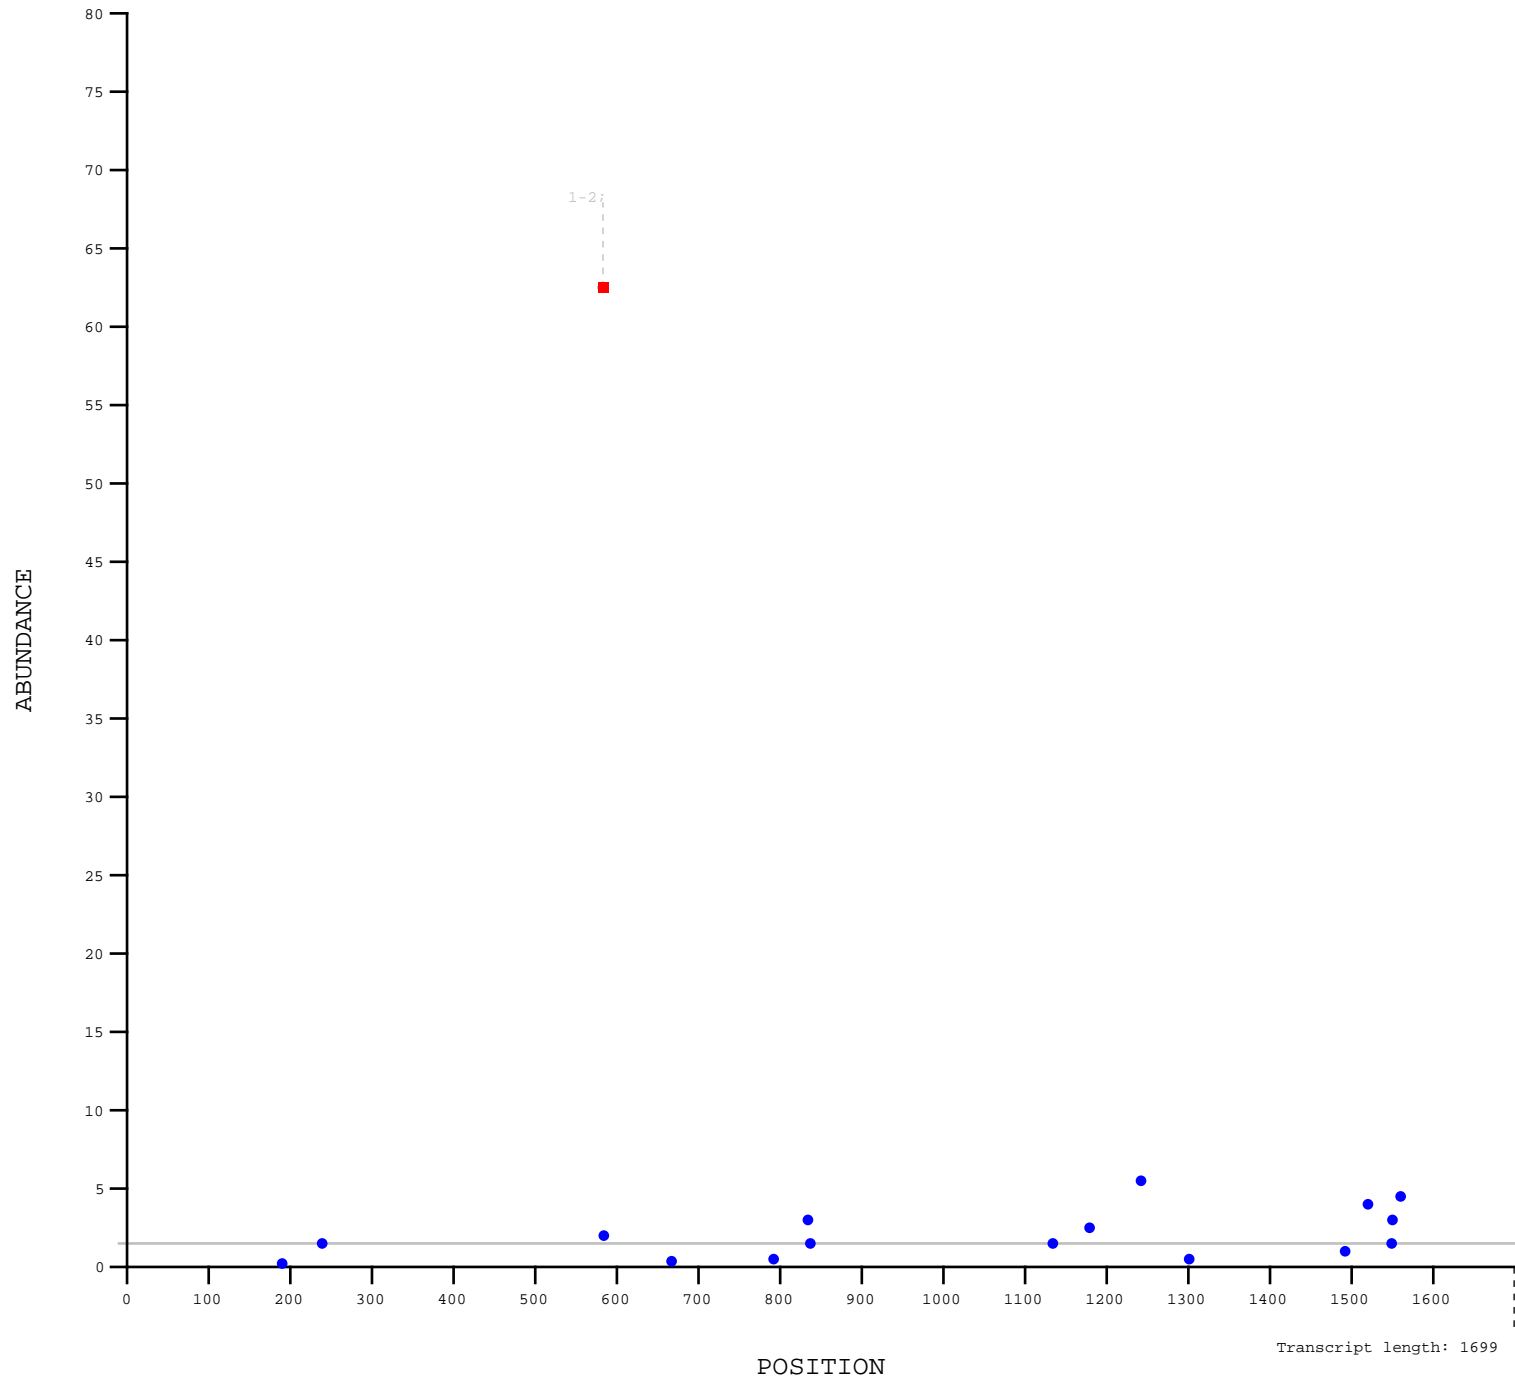

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:583 Abundance: 62.50(deg) 3(sRNA)  
 5' TTCCACA-GCTTTCTTGAAGCT 3' ID:  
 3' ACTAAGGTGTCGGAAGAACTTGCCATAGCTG 5' Score: 2.0  
 p-value: 0.0

■ 0 #2 Position:583 Abundance: 62.50(deg) 1(sRNA)  
 5' TTCCAC-GGCTTTCTTGAAGCT 3' ID:  
 3' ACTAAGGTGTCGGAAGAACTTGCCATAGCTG 5' Score: 3.0  
 p-value: 0.0

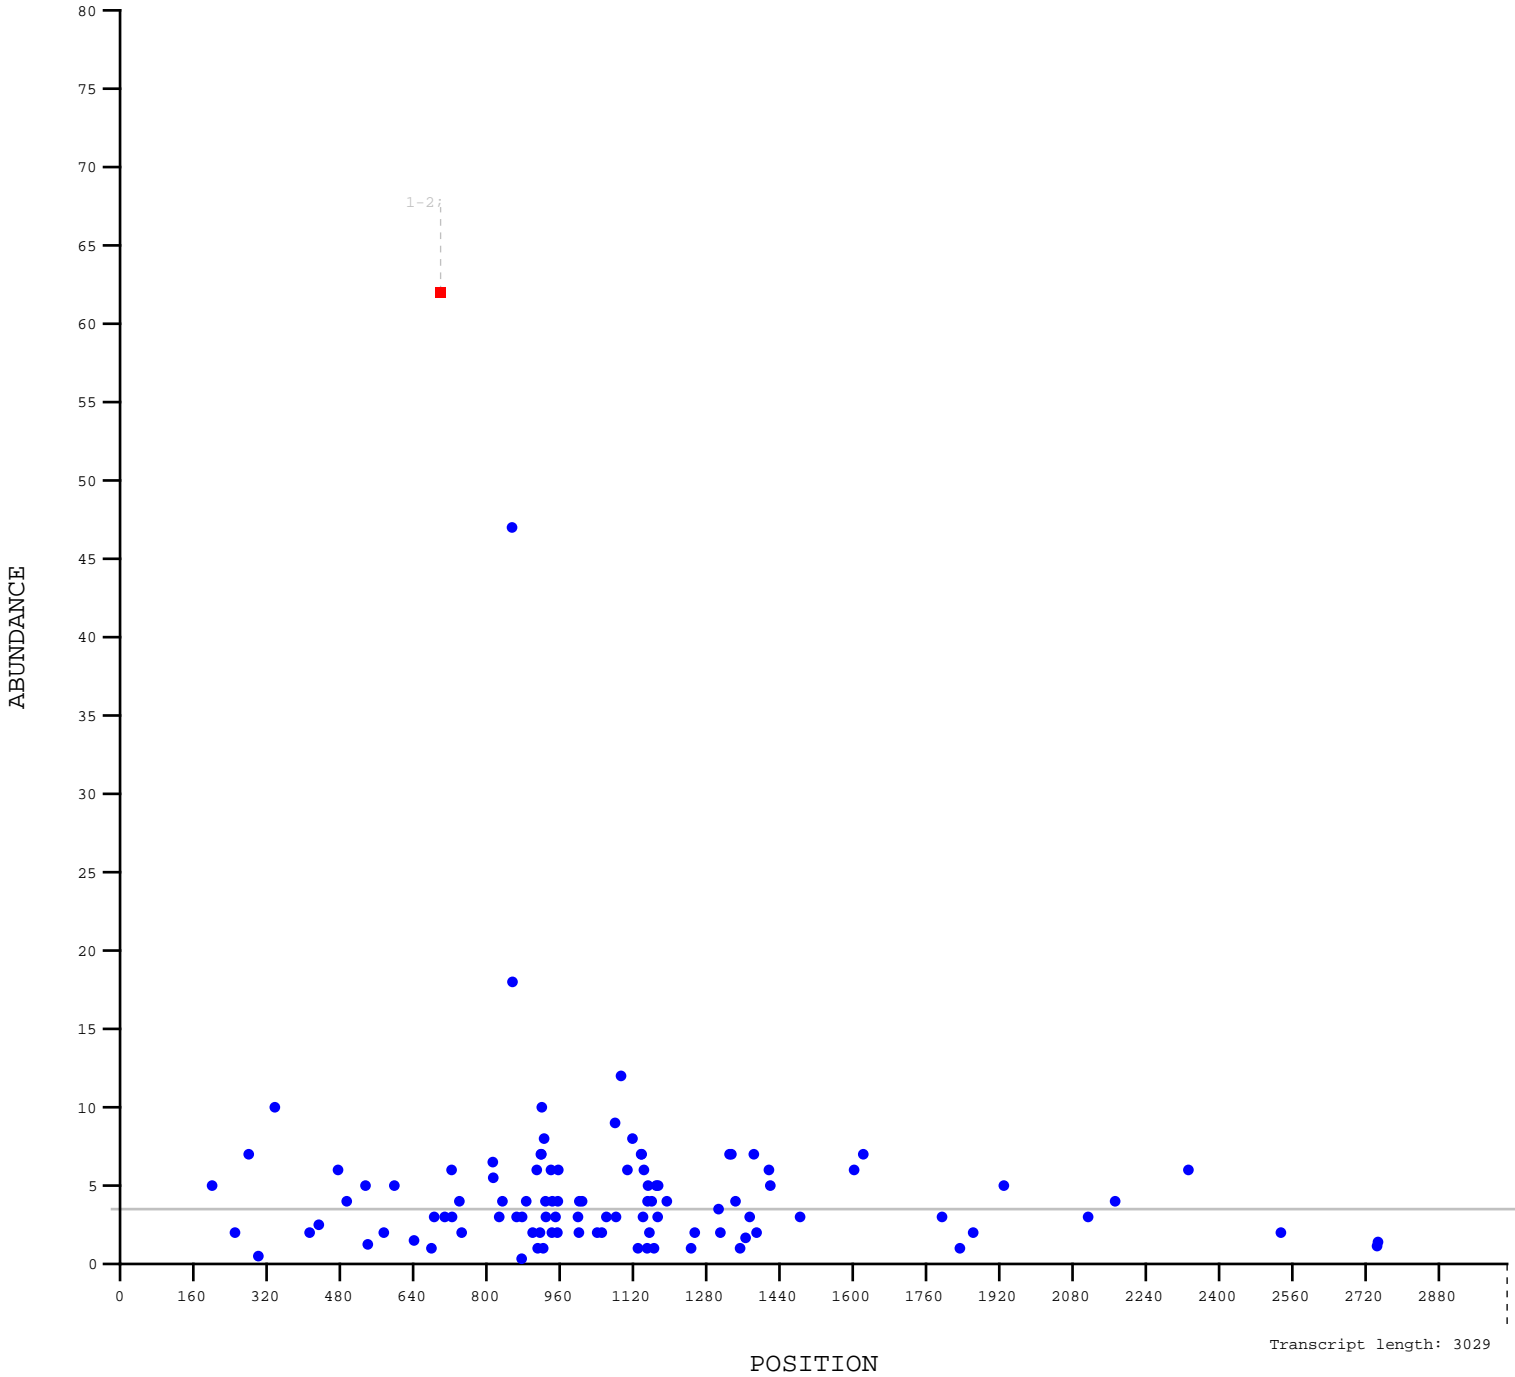

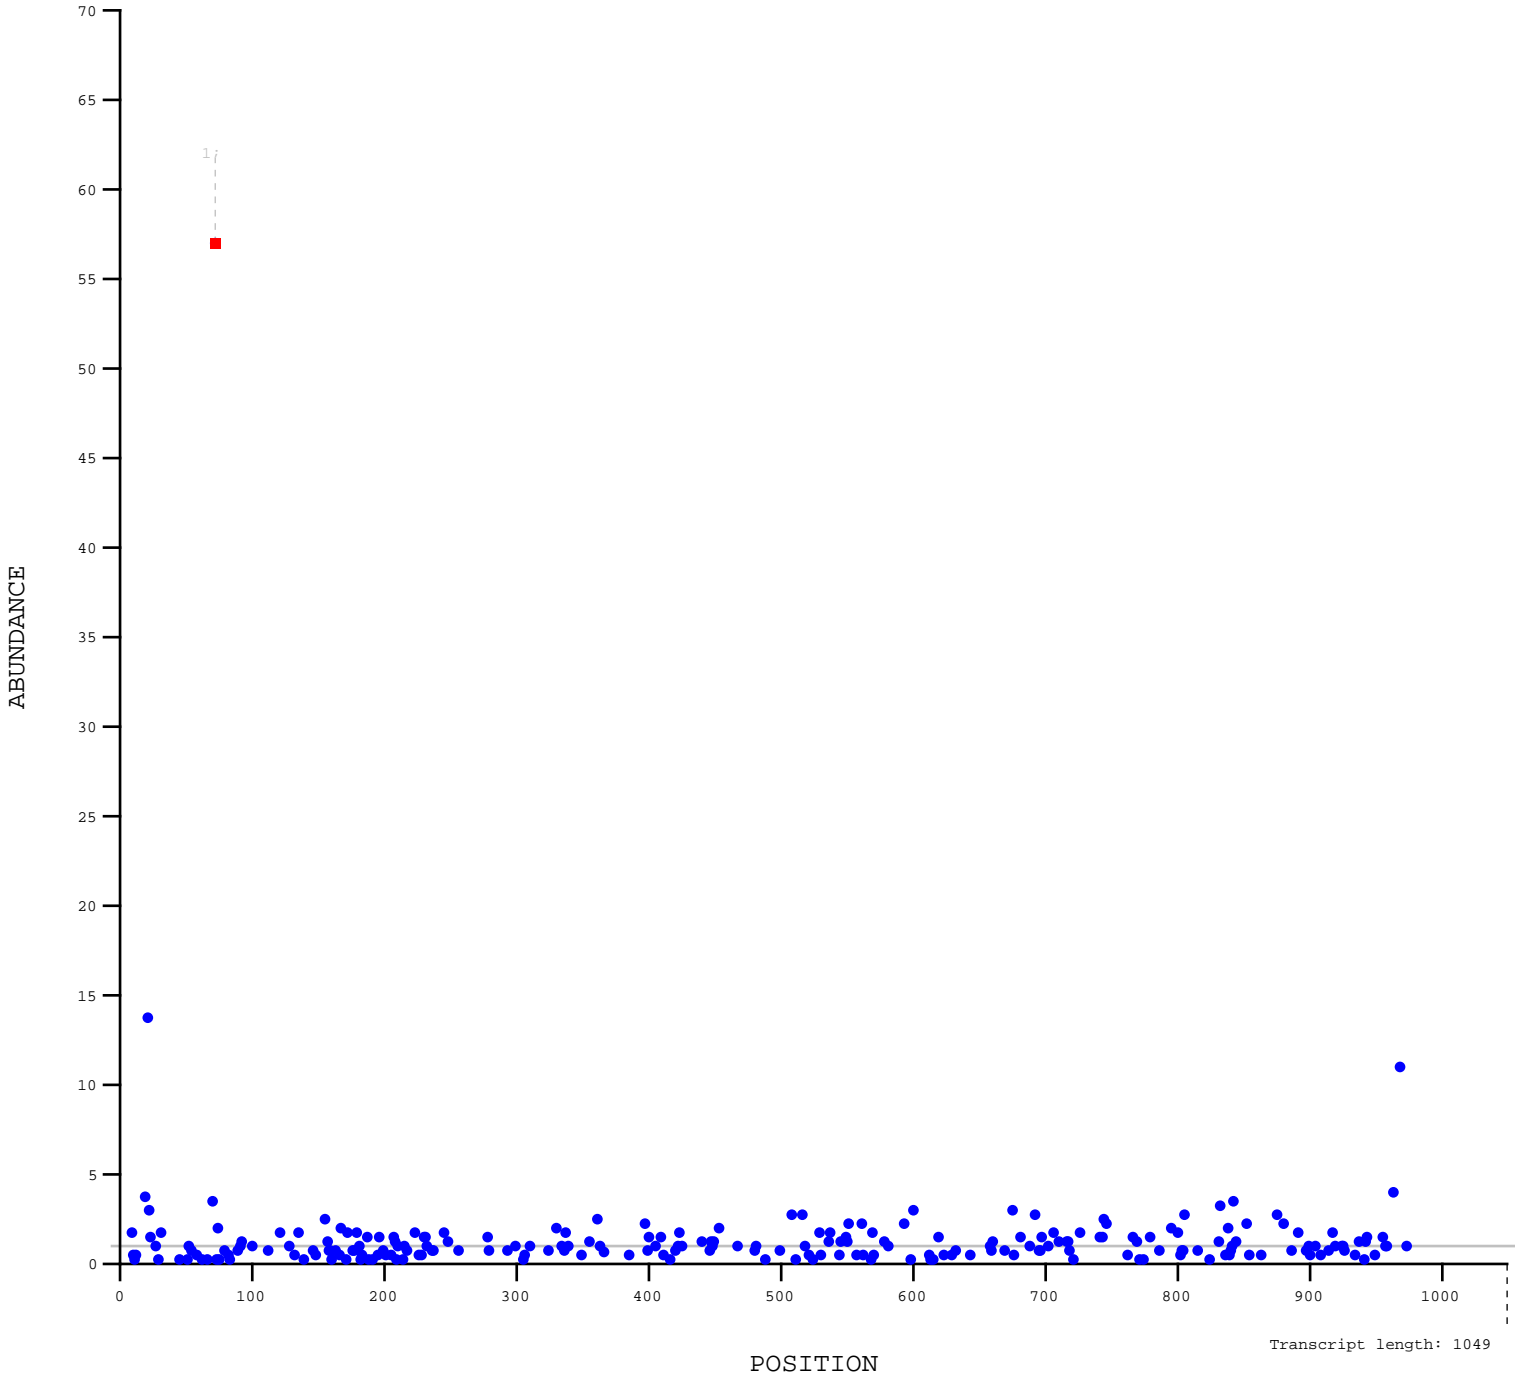

Category: 0 1 2 3 4  
Degradome alignment: Median:

0 #1 Position:72 Abundance: 57.00(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTC 3' ID:  
o | | | | | | | | | | o | | | | | Score: 4.0  
3' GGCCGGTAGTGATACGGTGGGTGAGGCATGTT 5' p-value: 0.0

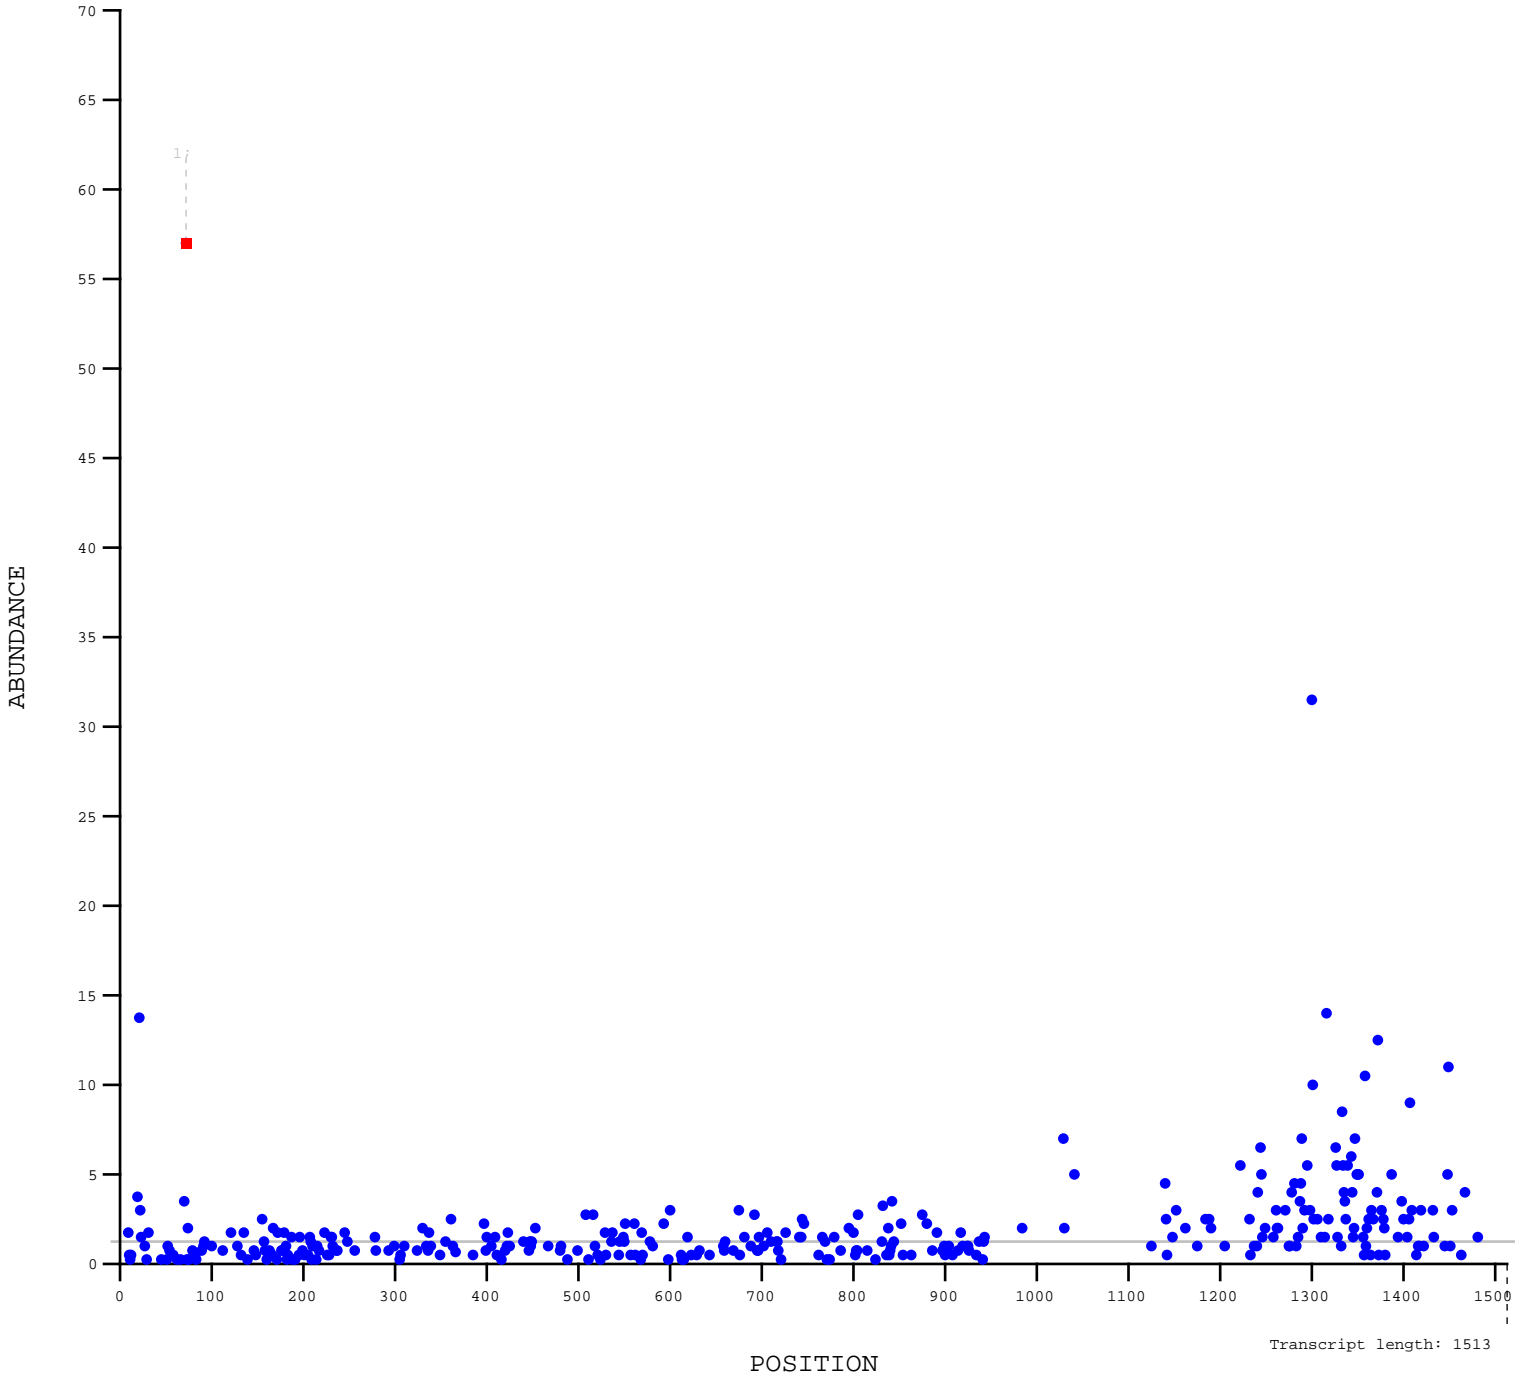

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:72 Abundance: 57.00(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTC 3' ID:  
o | | | | | | | | | | o | | | | | Score: 4.0  
3' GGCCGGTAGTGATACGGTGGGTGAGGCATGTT 5' p-value: 0.0

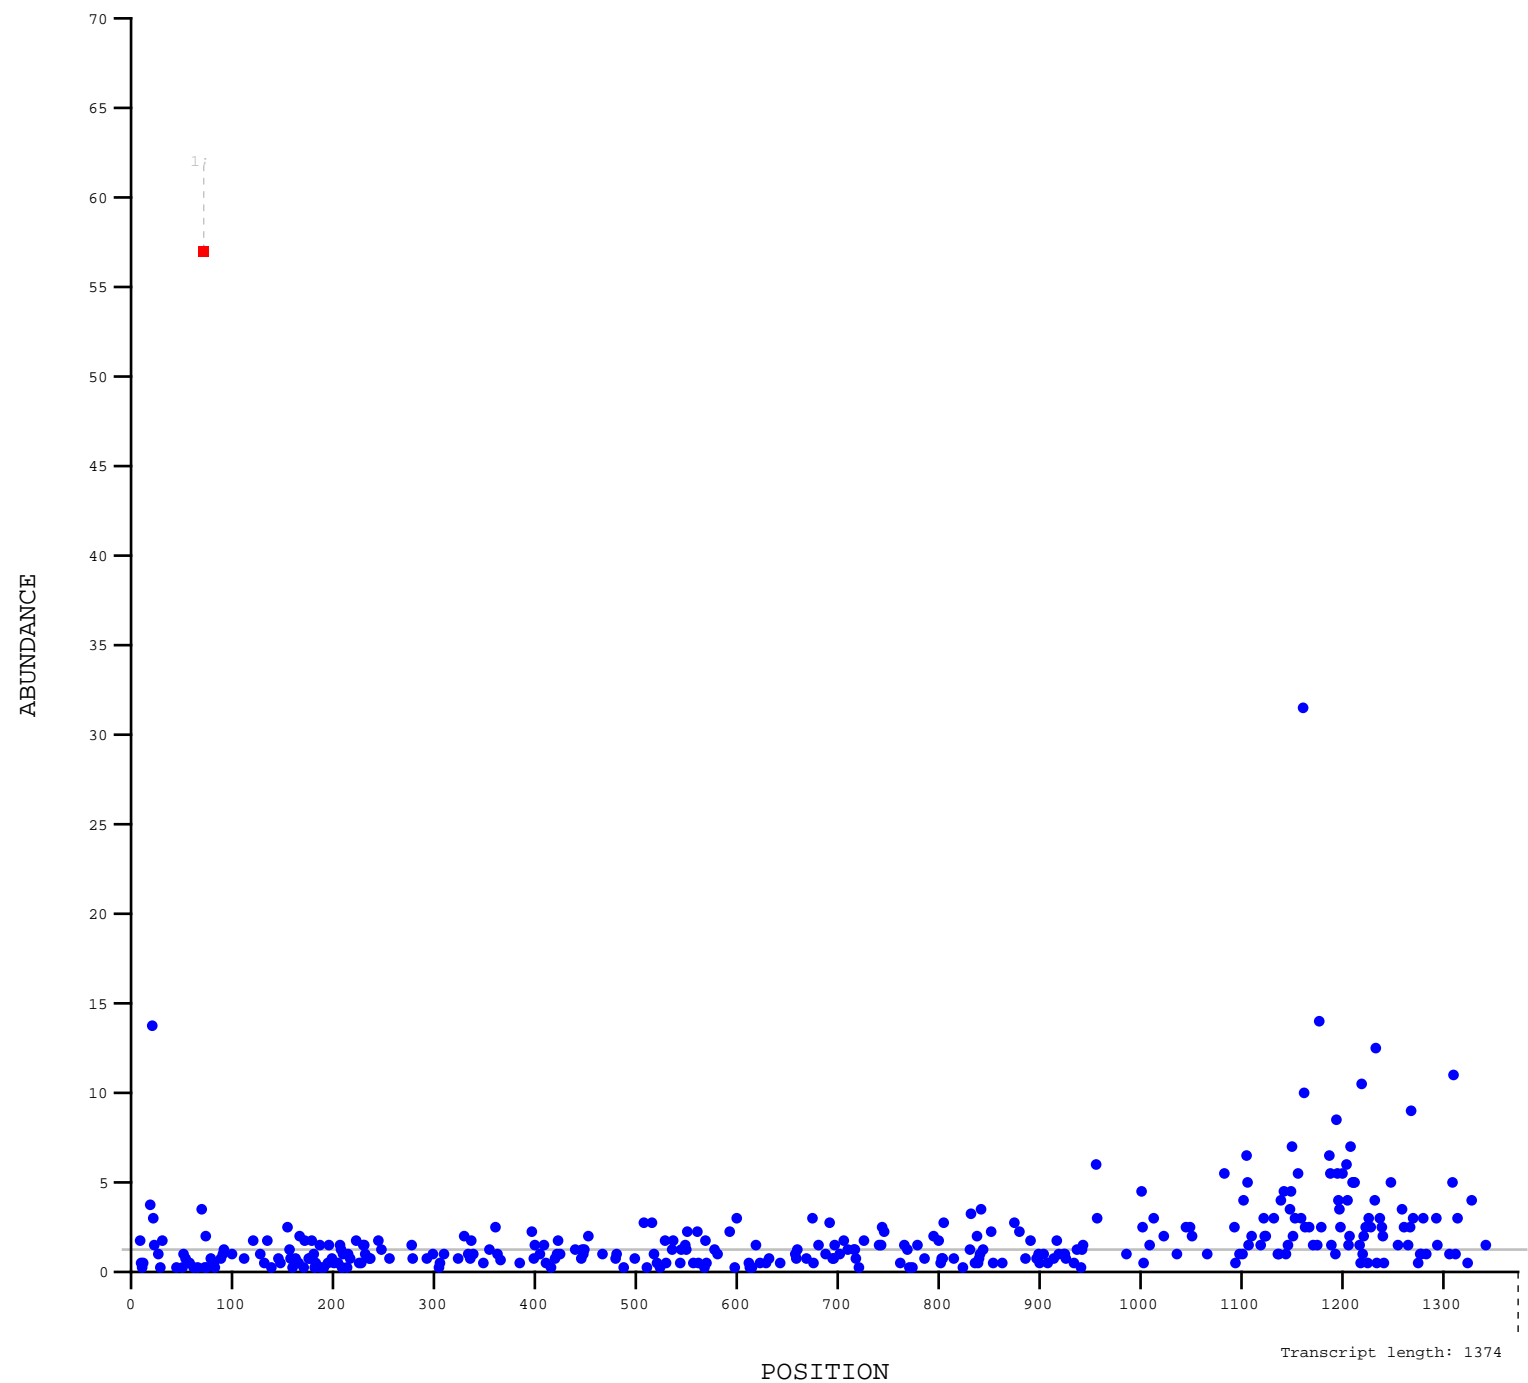

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:72 Abundance: 57.00(deg) 1(sRNA)

5' TCTTCCCTATGCCTCCCATTC 3' ID:

o | | | | | | | | | | o | | | | | Score: 4.0

3' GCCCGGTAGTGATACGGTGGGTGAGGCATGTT 5' p-value: 0.0

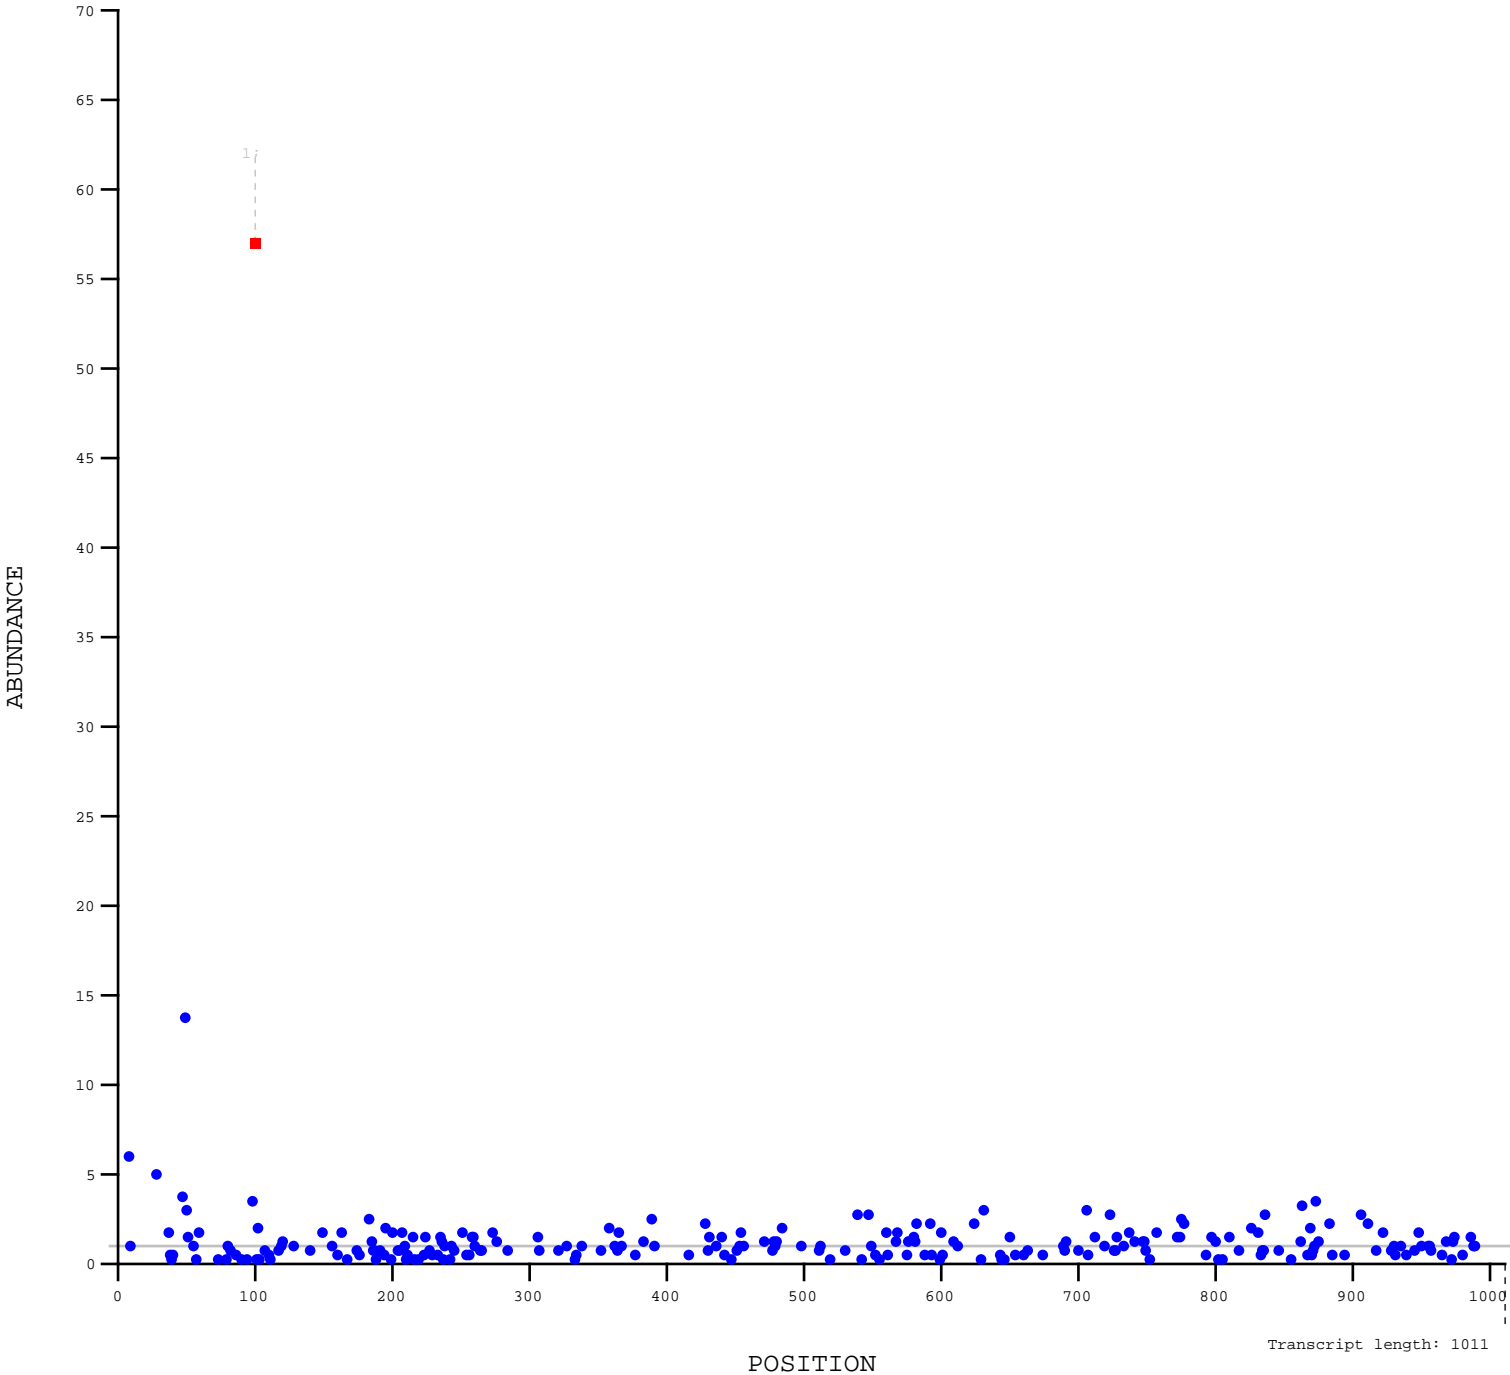

Category: 0 1 2 3 4  
Degradome alignment: • Median: —

0 #1 Position:100 Abundance: 57.00(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTC 3' ID:  
o | | | | | | | | | | o | | | | |  
3' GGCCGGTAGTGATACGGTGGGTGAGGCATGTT 5' Score: 4.0  
p-value: 0.0

# Cs7g25670.2 gene=Cs7g25670 CDS=375-2459

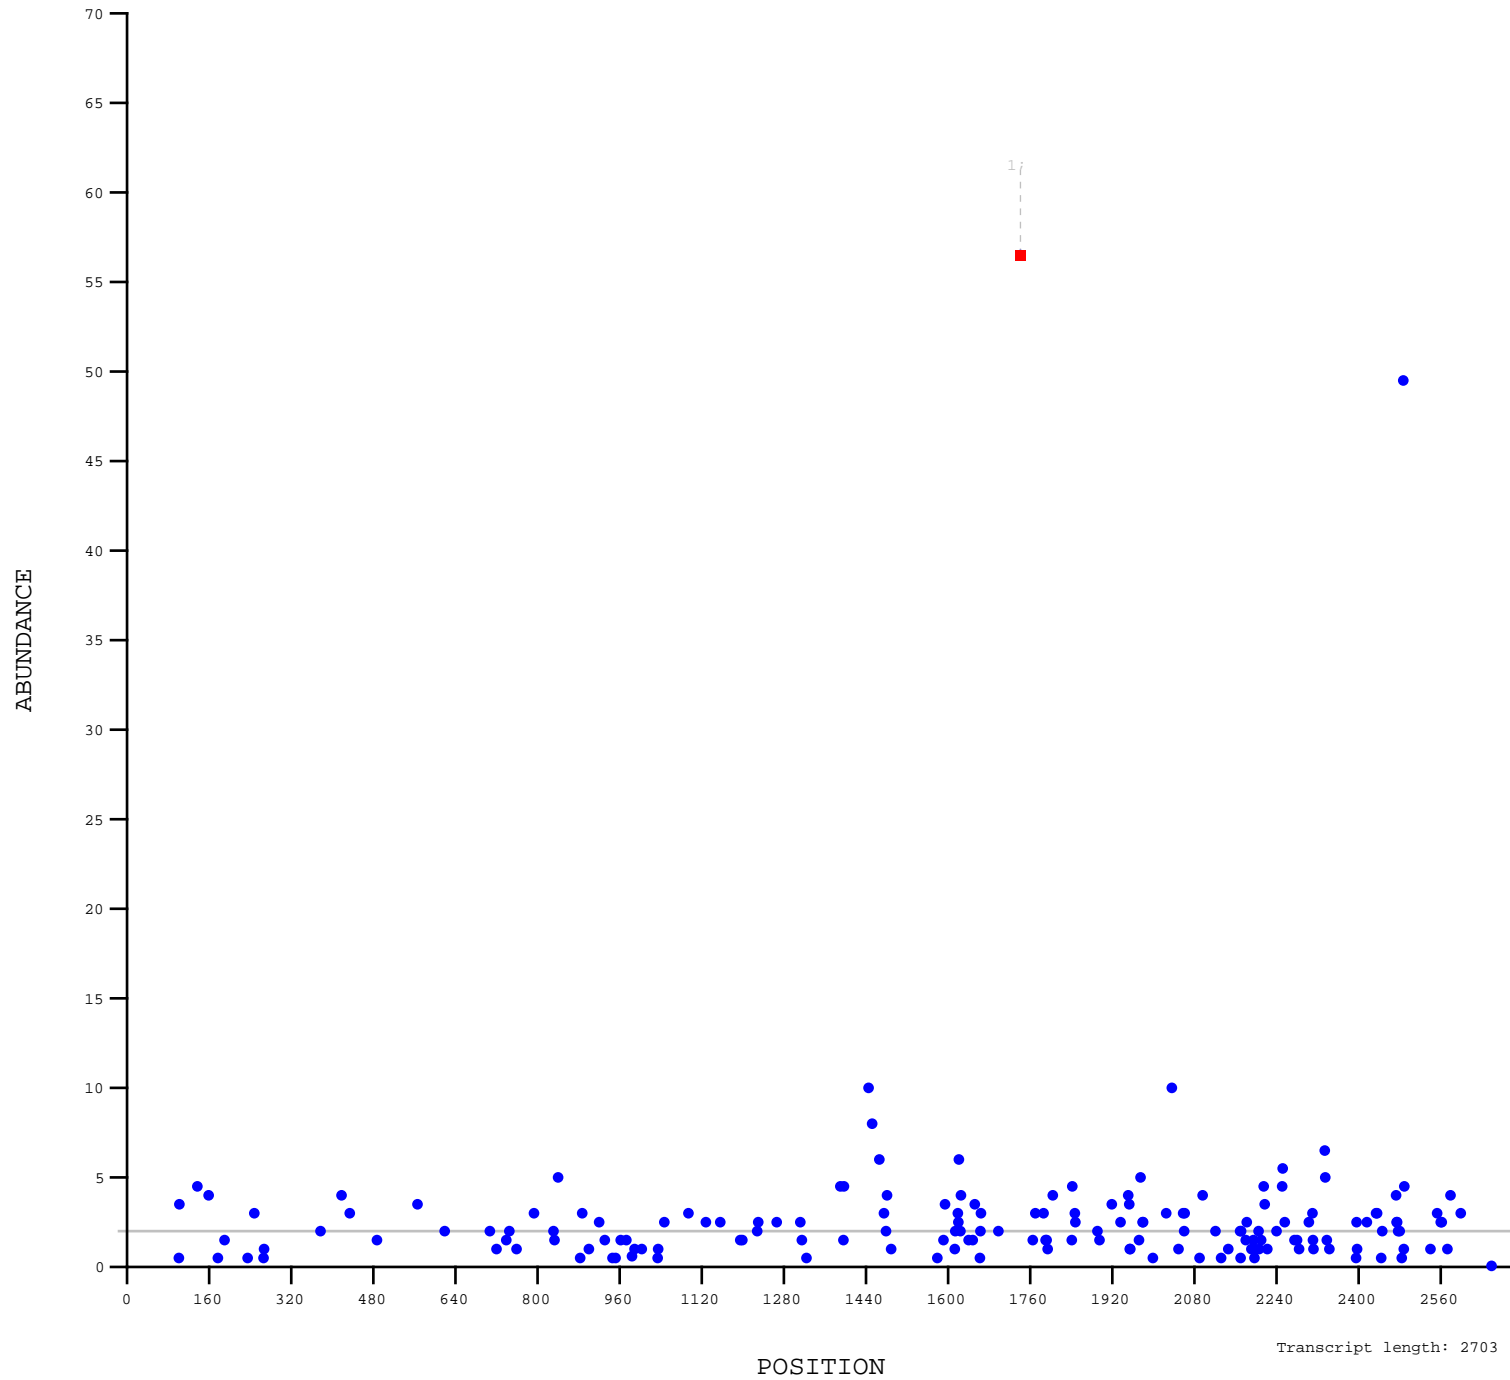

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1741 Abundance: 56.50(deg) 1(sRNA)

5' TGCCTGGCTCCCTGTATGCCA 3' ID:

3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' Score: 1.0

p-value: 0.0

# Cs7g25670.1 gene=Cs7g25670 CDS=375-2411

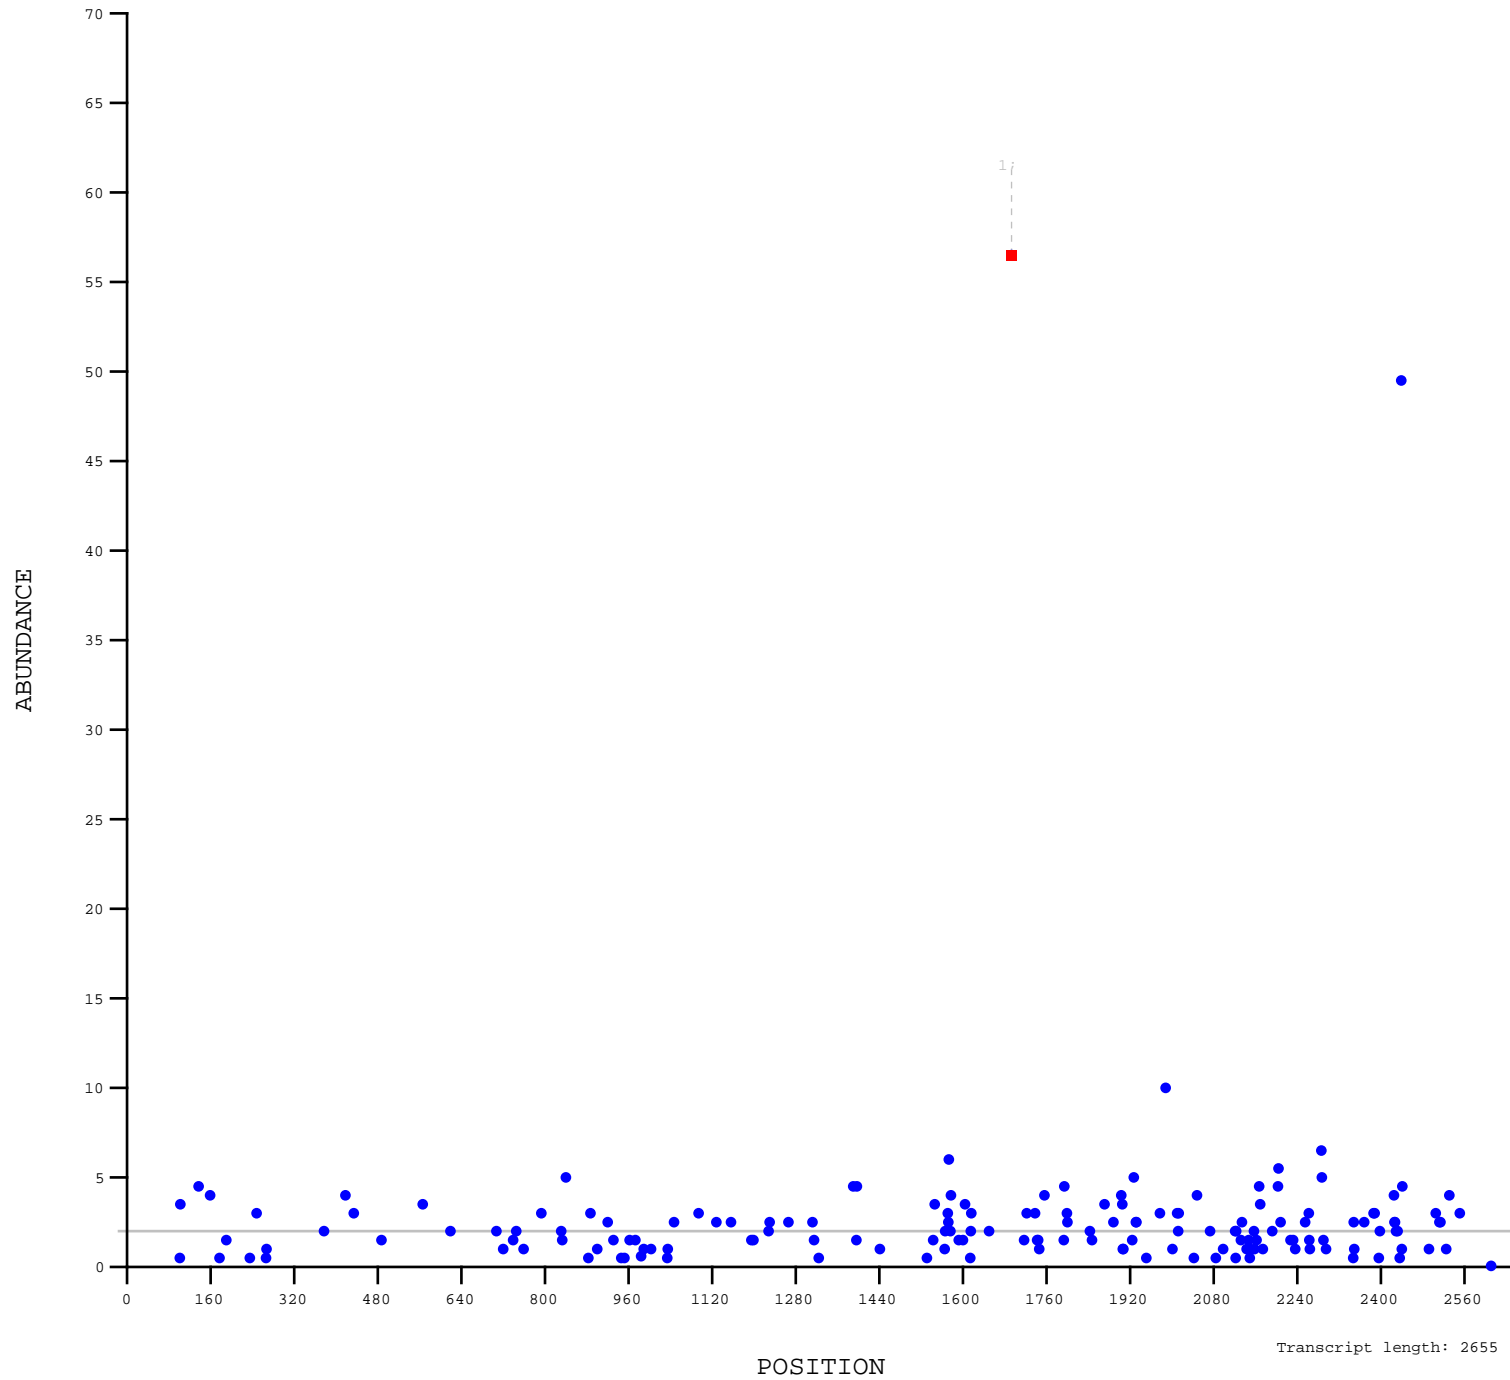

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:1693 Abundance: 56.50(deg) 1(sRNA)  
 5' TGCCTGGCTCCCTGTATGCCA 3' ID:  
 3' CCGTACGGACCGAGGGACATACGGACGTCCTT 5' Score: 1.0  
 p-value: 0.0

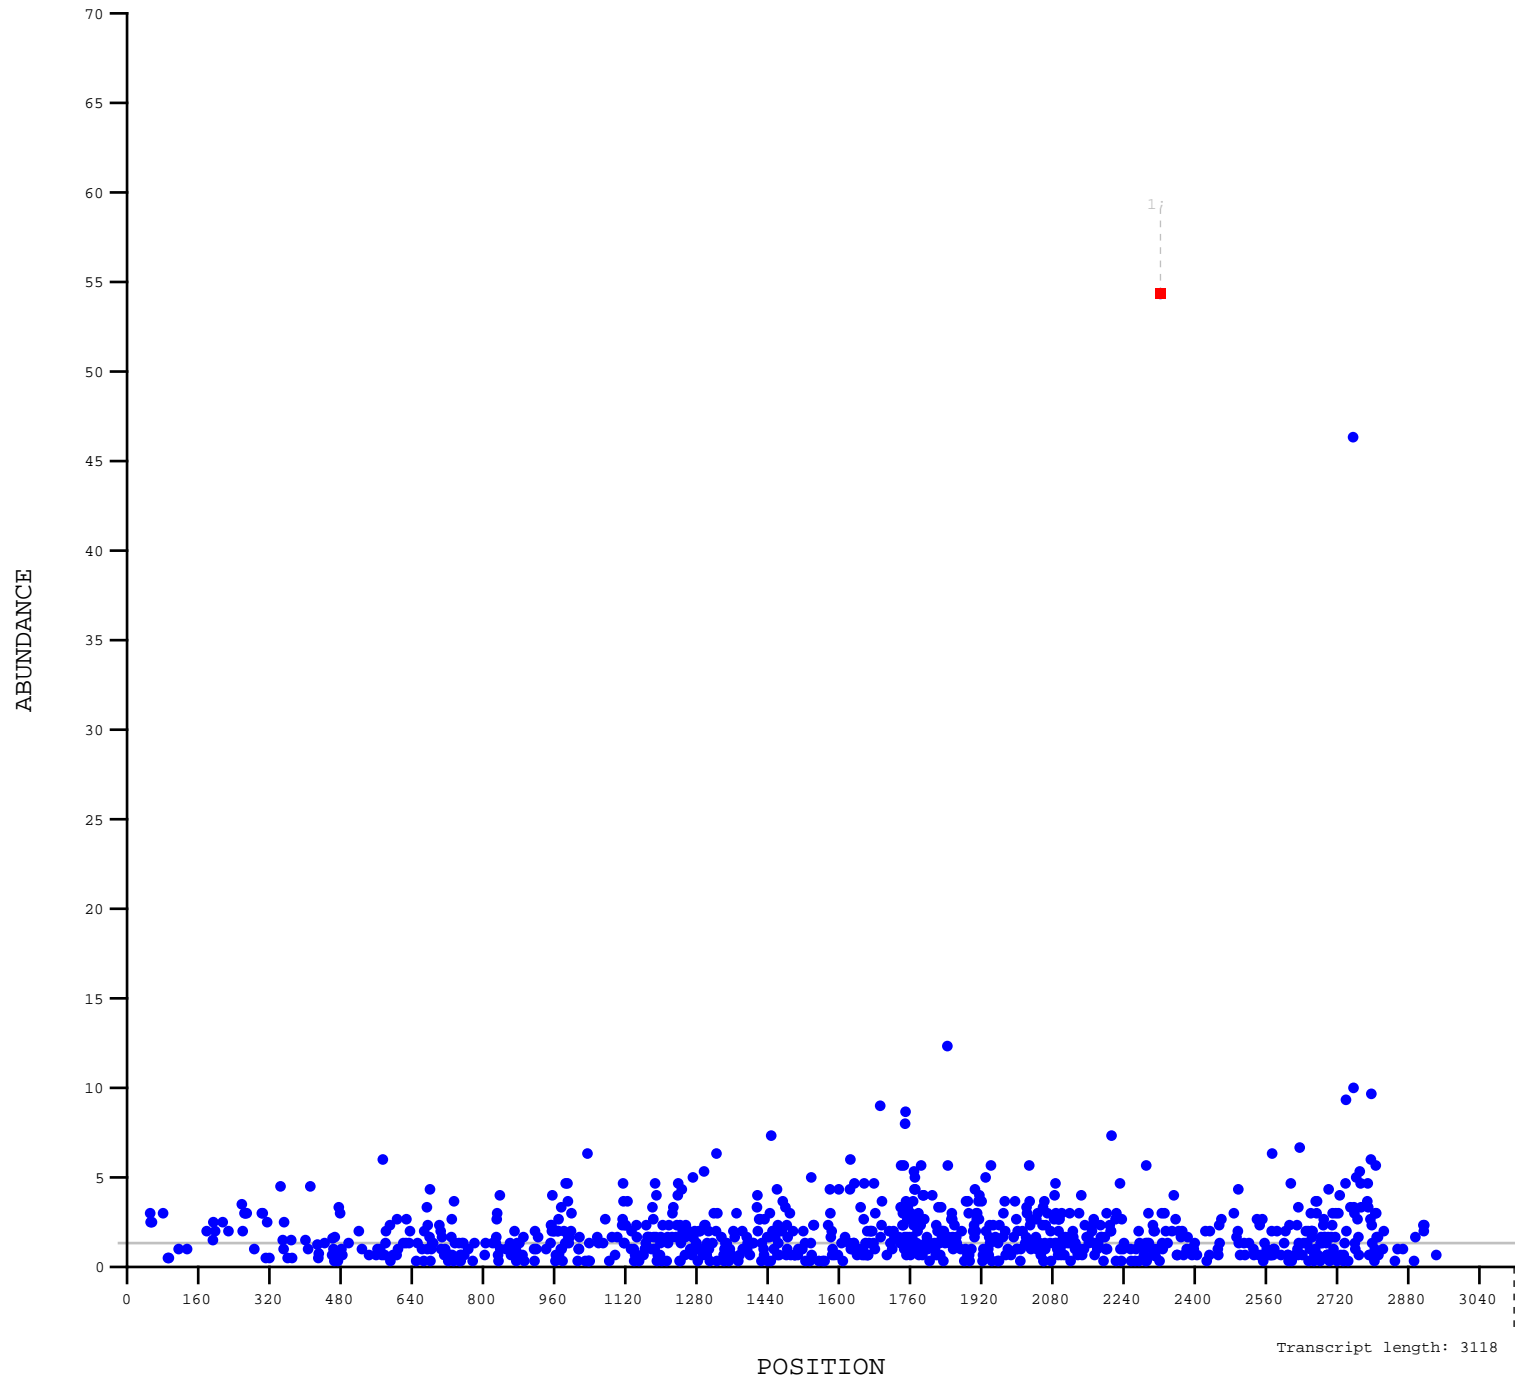Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4Degradome alignment: ● Median: —

■ 0 #1 Position: 2323 Abundance: 54.33(deg) 2(sRNA)  
5' TGAAGCTGCCAGCATGATCTTA 3' ID:  
3' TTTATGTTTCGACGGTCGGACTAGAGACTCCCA 5' Score: 4.5  
p-value: 0.01

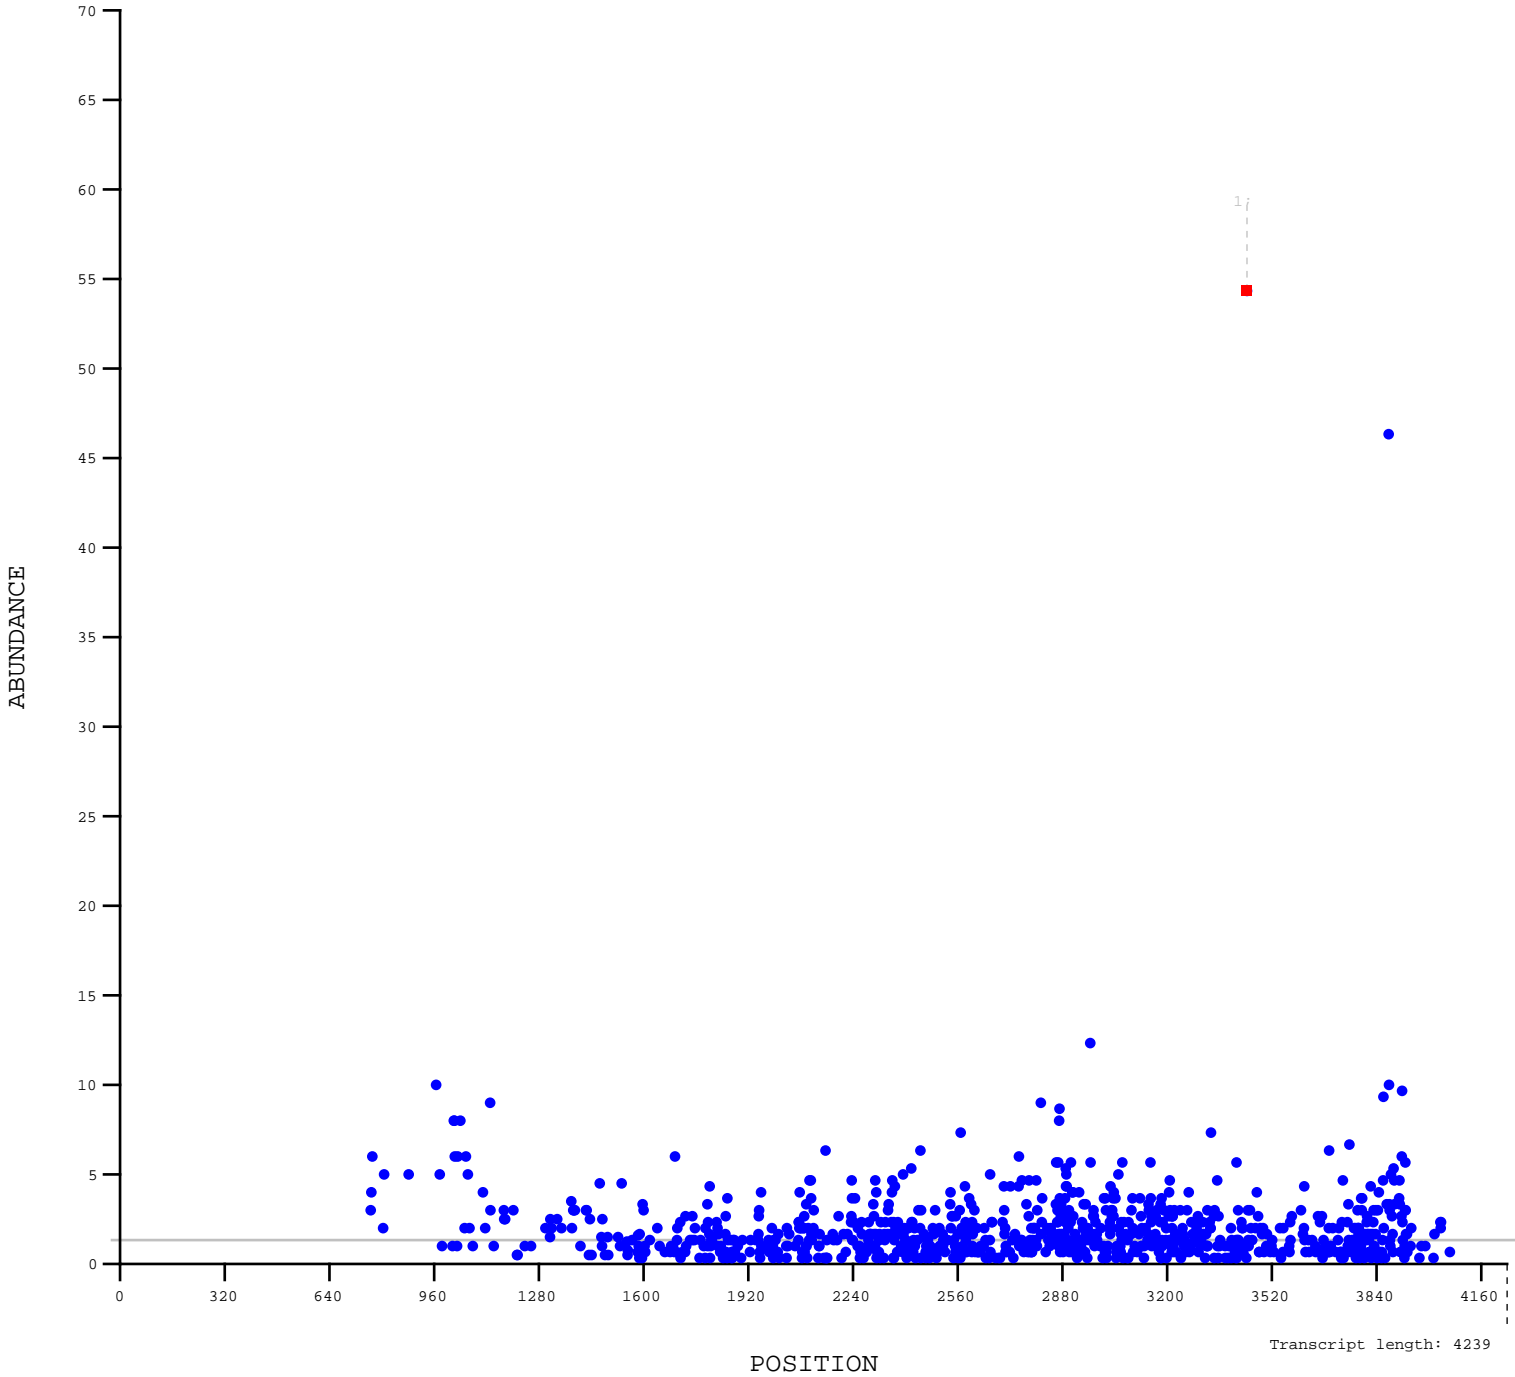

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
Degradome alignment: ● Median: —

■ 0 #1 Position:3444 Abundance: 54.33(deg) 2(sRNA)  
5' TGAAGCTGCCAGCATGATCTTA 3' ID:  
3' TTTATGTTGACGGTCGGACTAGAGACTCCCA 5' p-value: 0.04

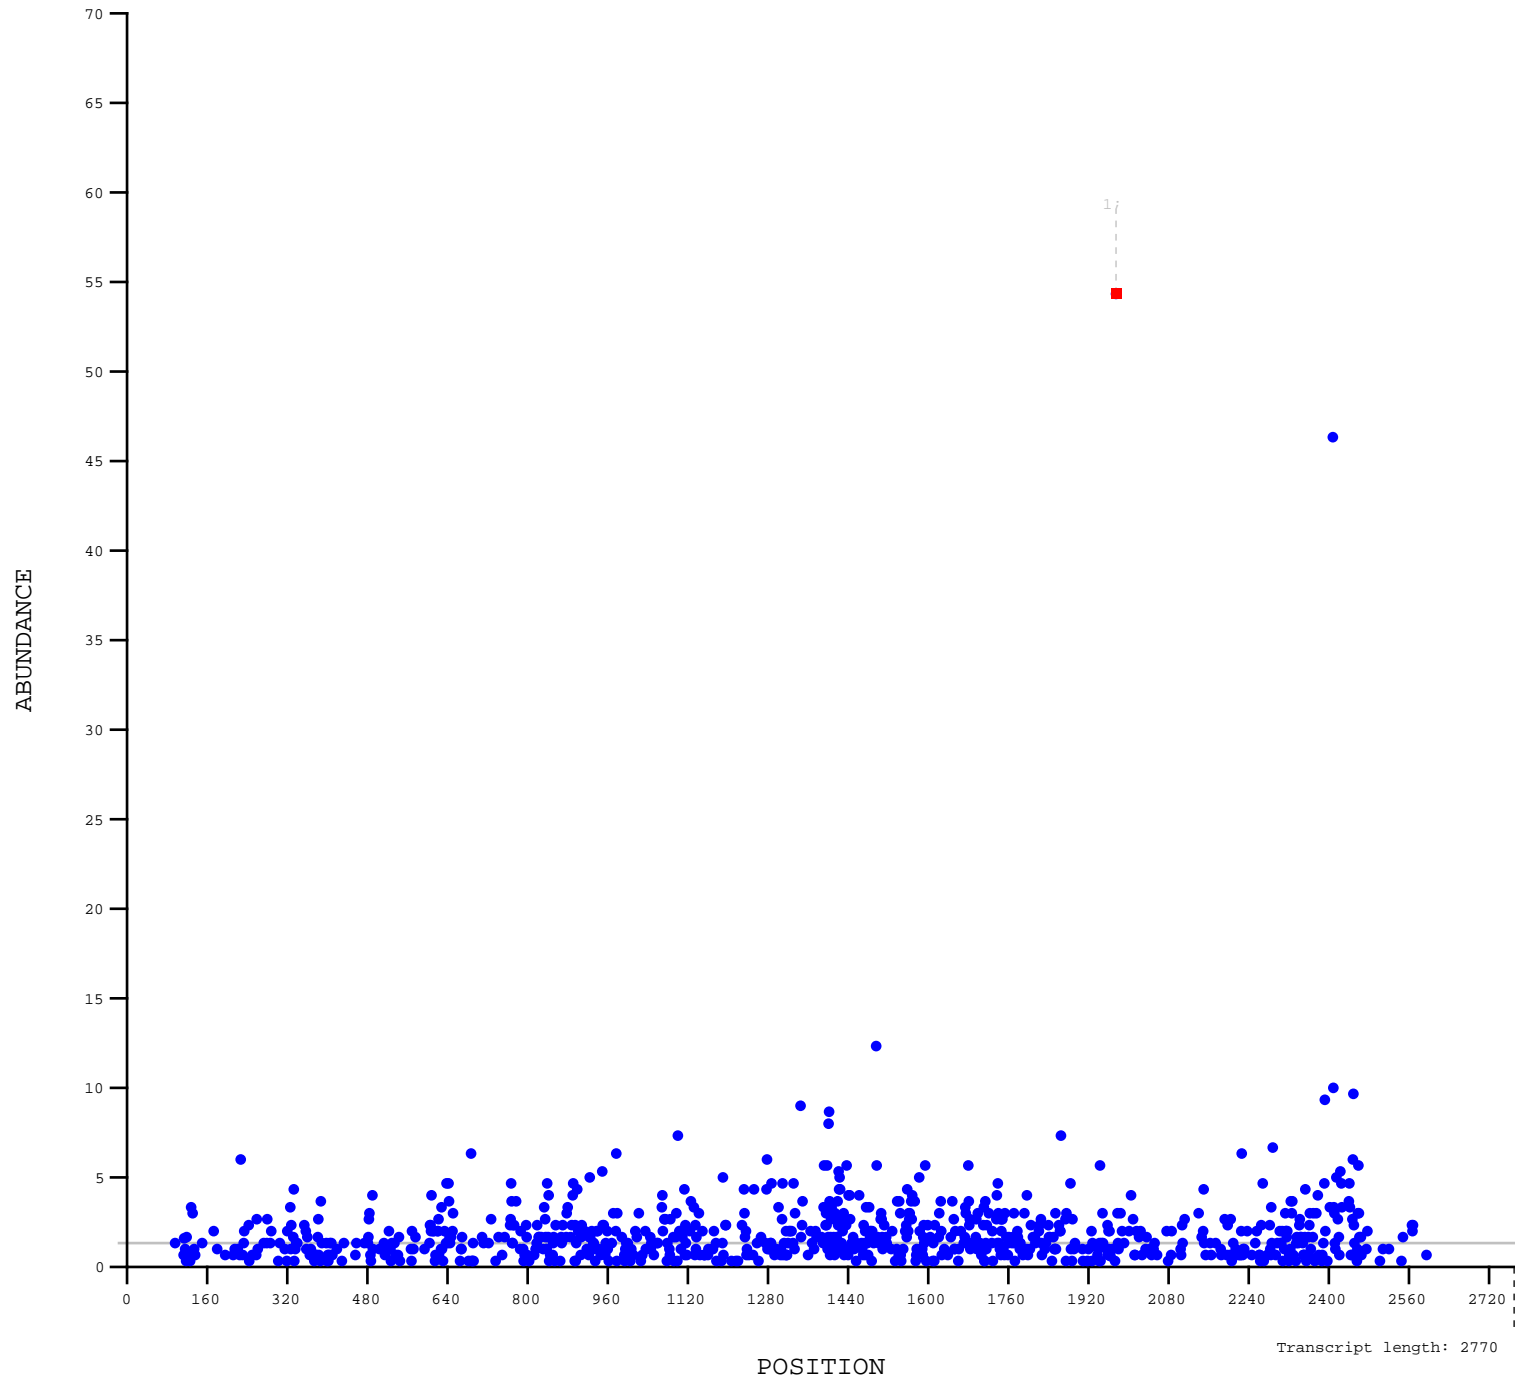

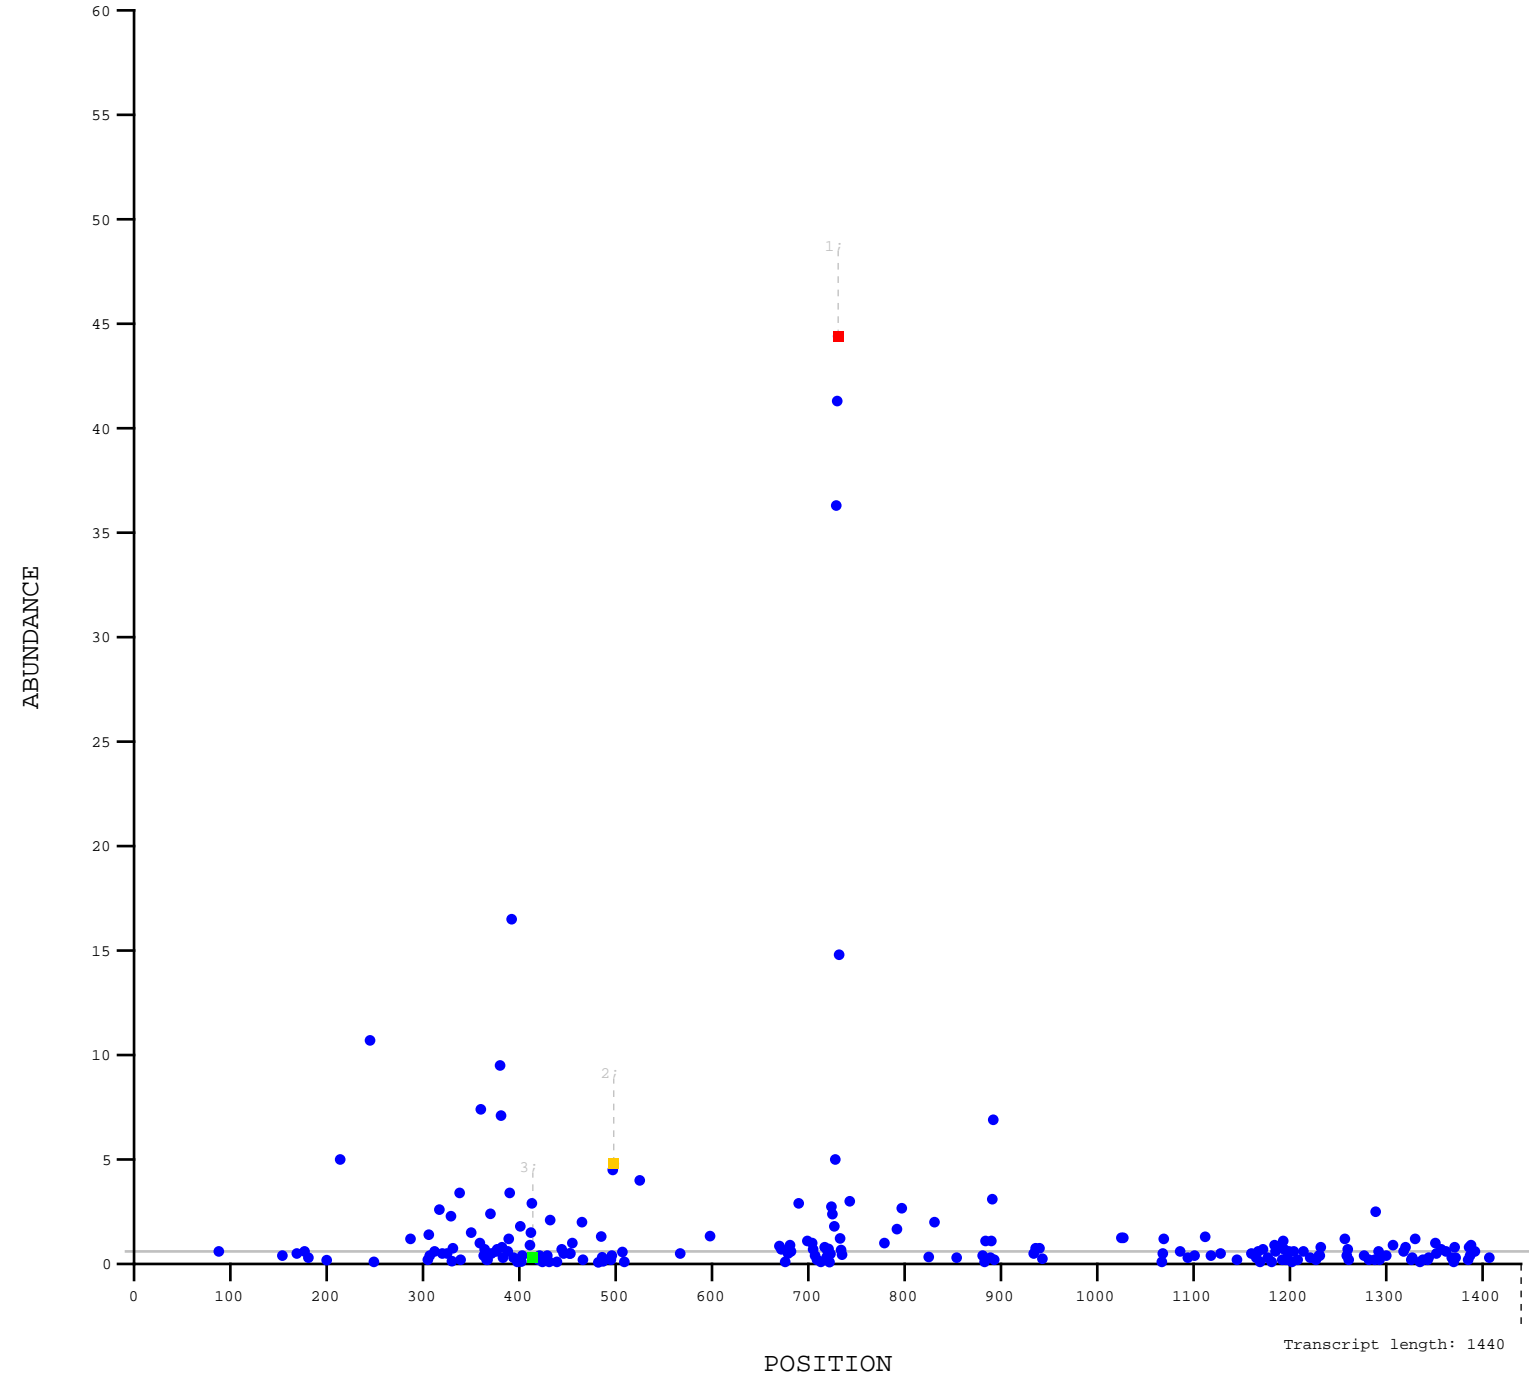

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

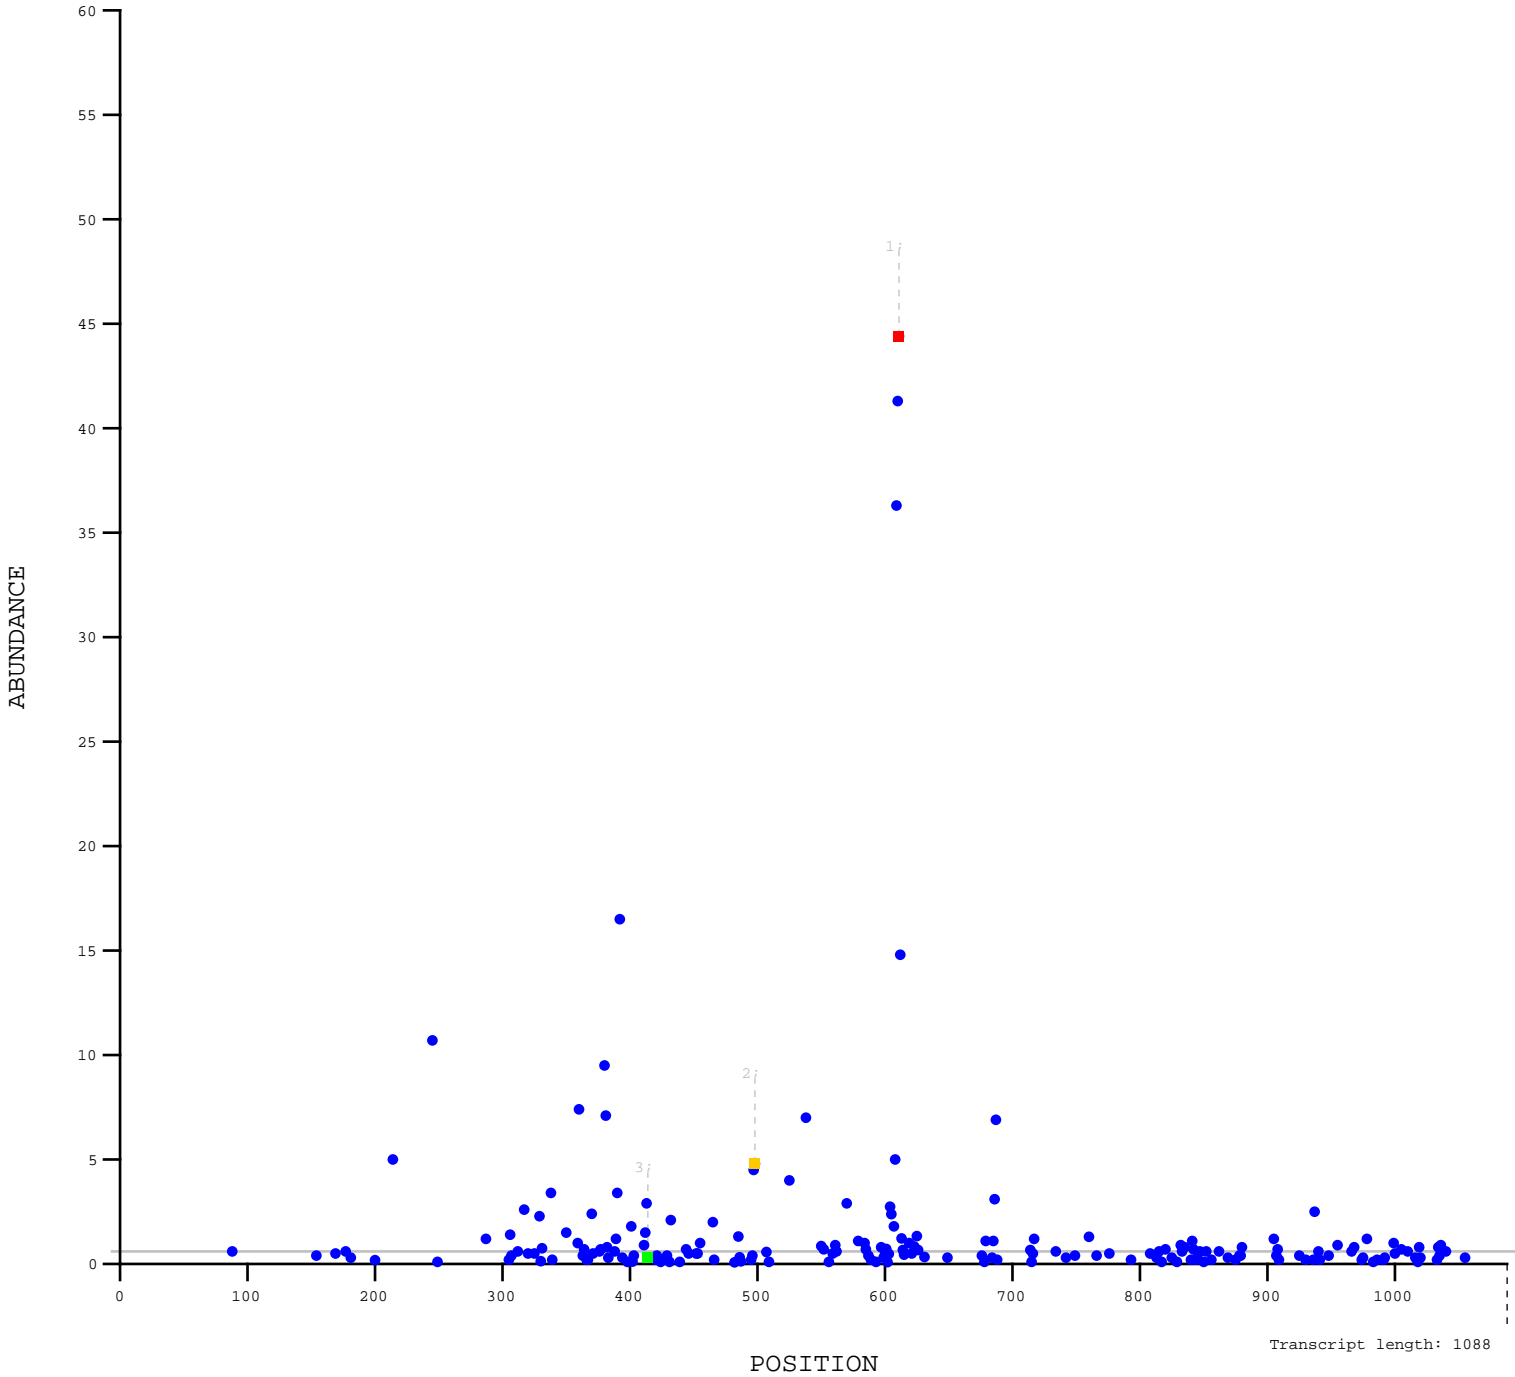

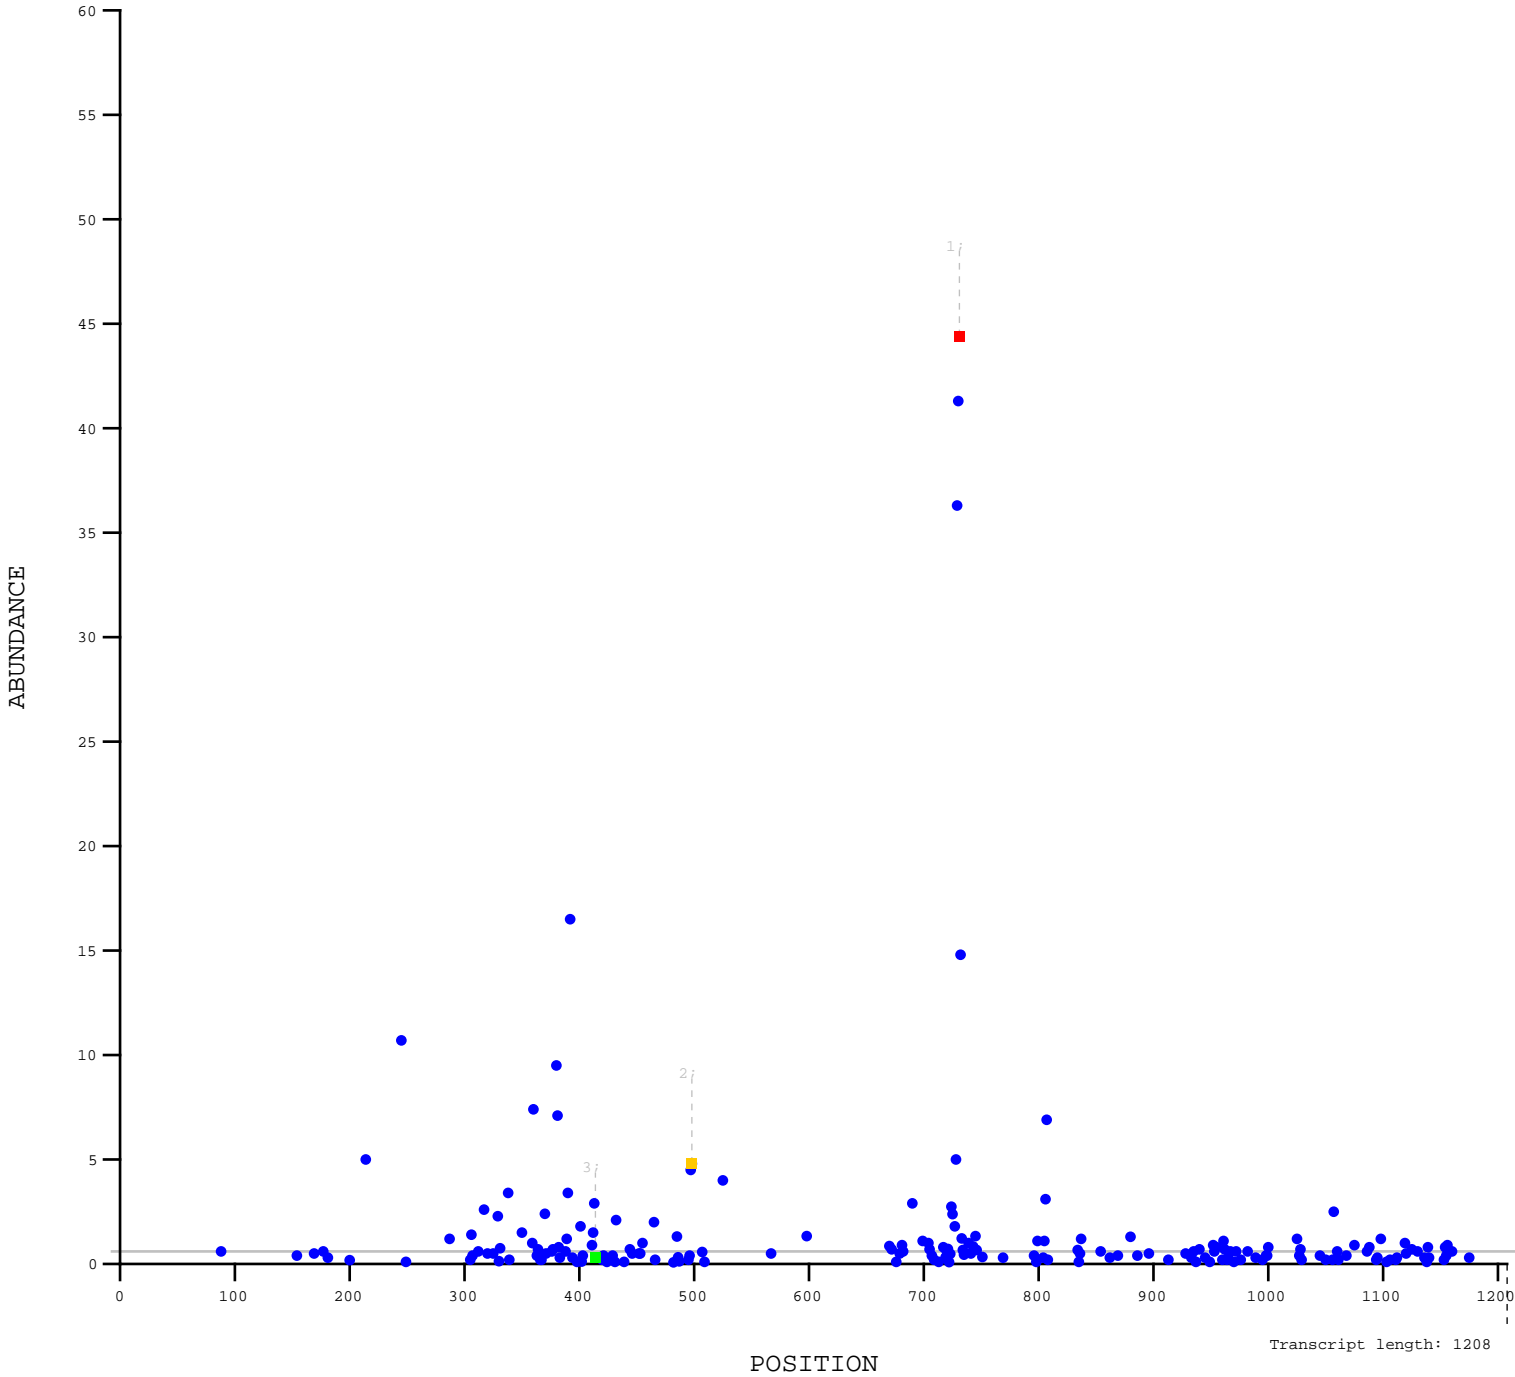

Cs7g22460.10 gene=Cs7g22460 CDS=116-610

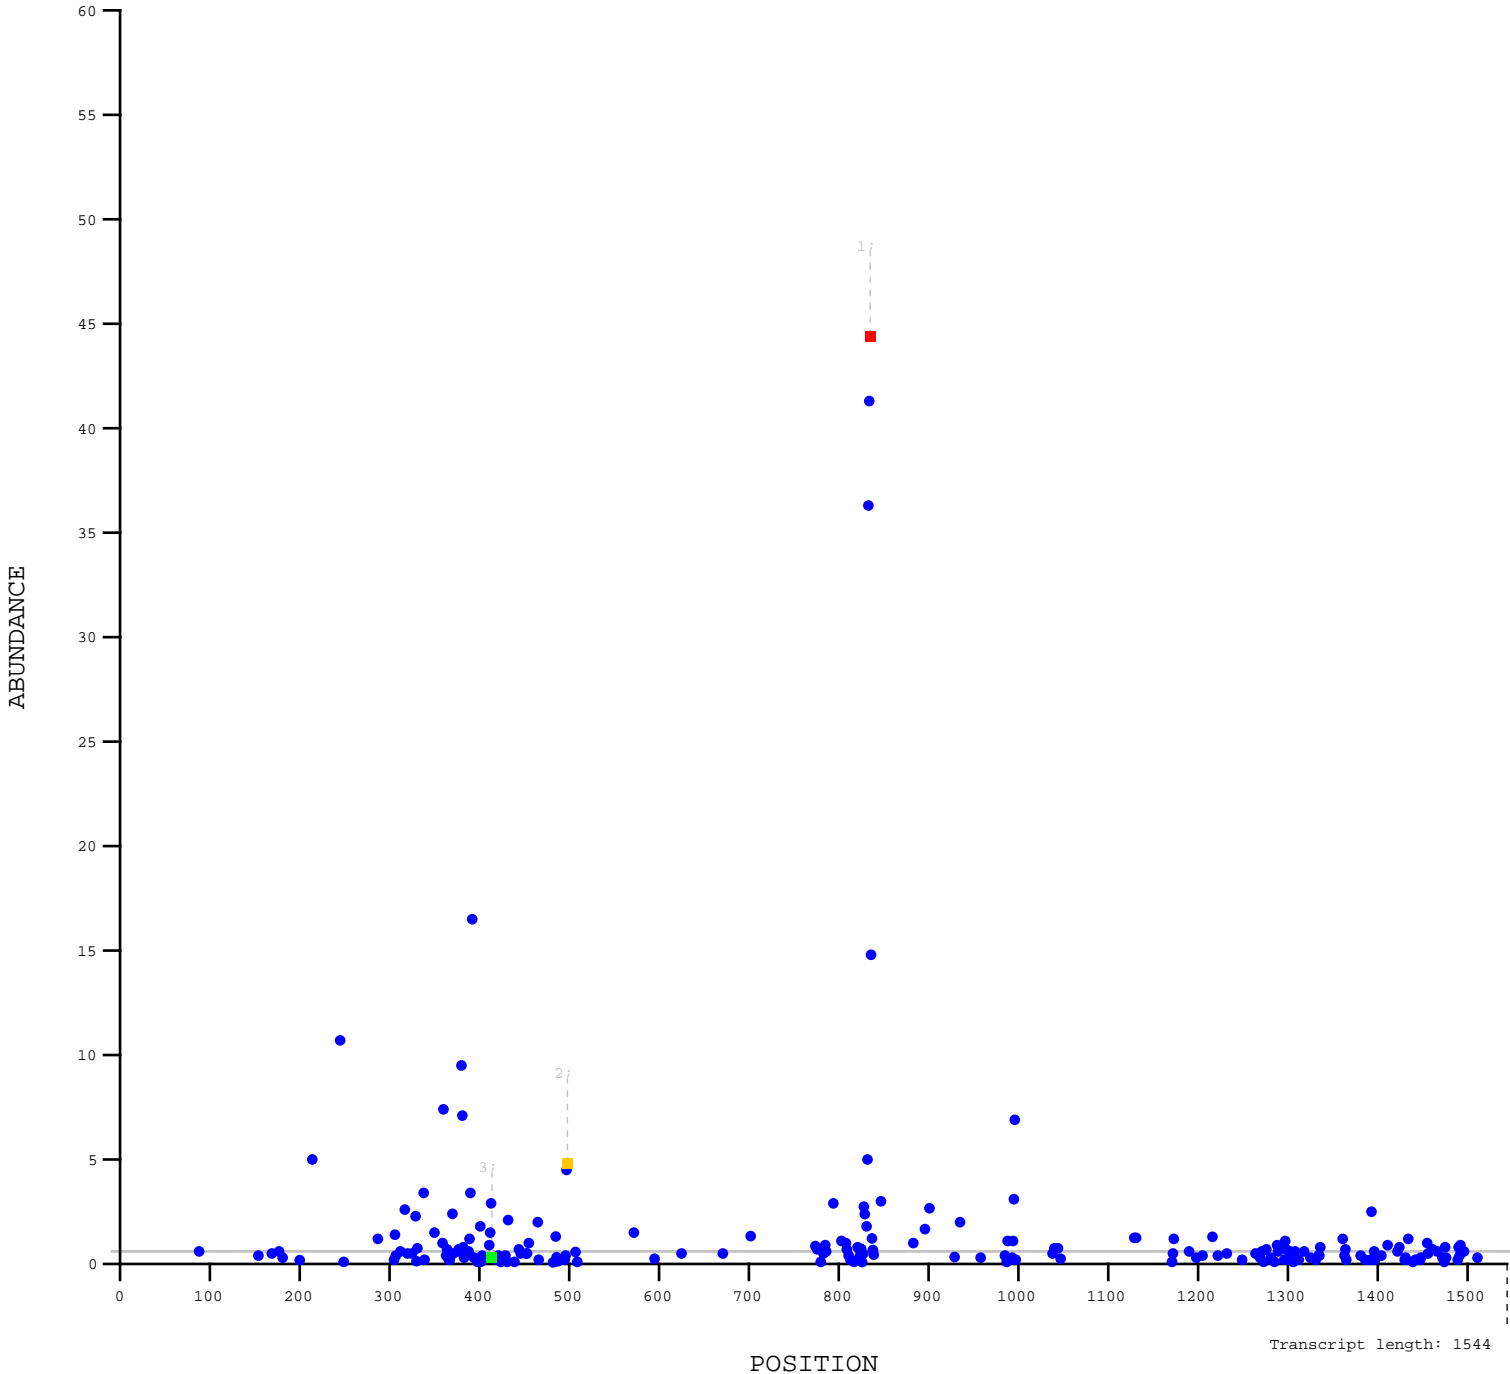

Category: ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0 #1 Position:835 Abundance: 44.40(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTCT 3' ID:  
Score: 2.0  
3' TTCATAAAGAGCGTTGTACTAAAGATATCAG 5' p-value: 0.0

■ 2 #2 Position:498 Abundance: 4.80(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTCT 3' ID:  
Score: 1.0  
3' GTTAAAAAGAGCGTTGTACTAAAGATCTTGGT 5' p-value: 0.0

■ 3 #3 Position:414 Abundance: 0.30(deg) 1(sRNA)  
5' TTTTTCGGCAACATGATTCT 3' ID:  
Score: 2.5  
3' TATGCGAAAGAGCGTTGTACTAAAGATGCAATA 5' p-value: 0.03

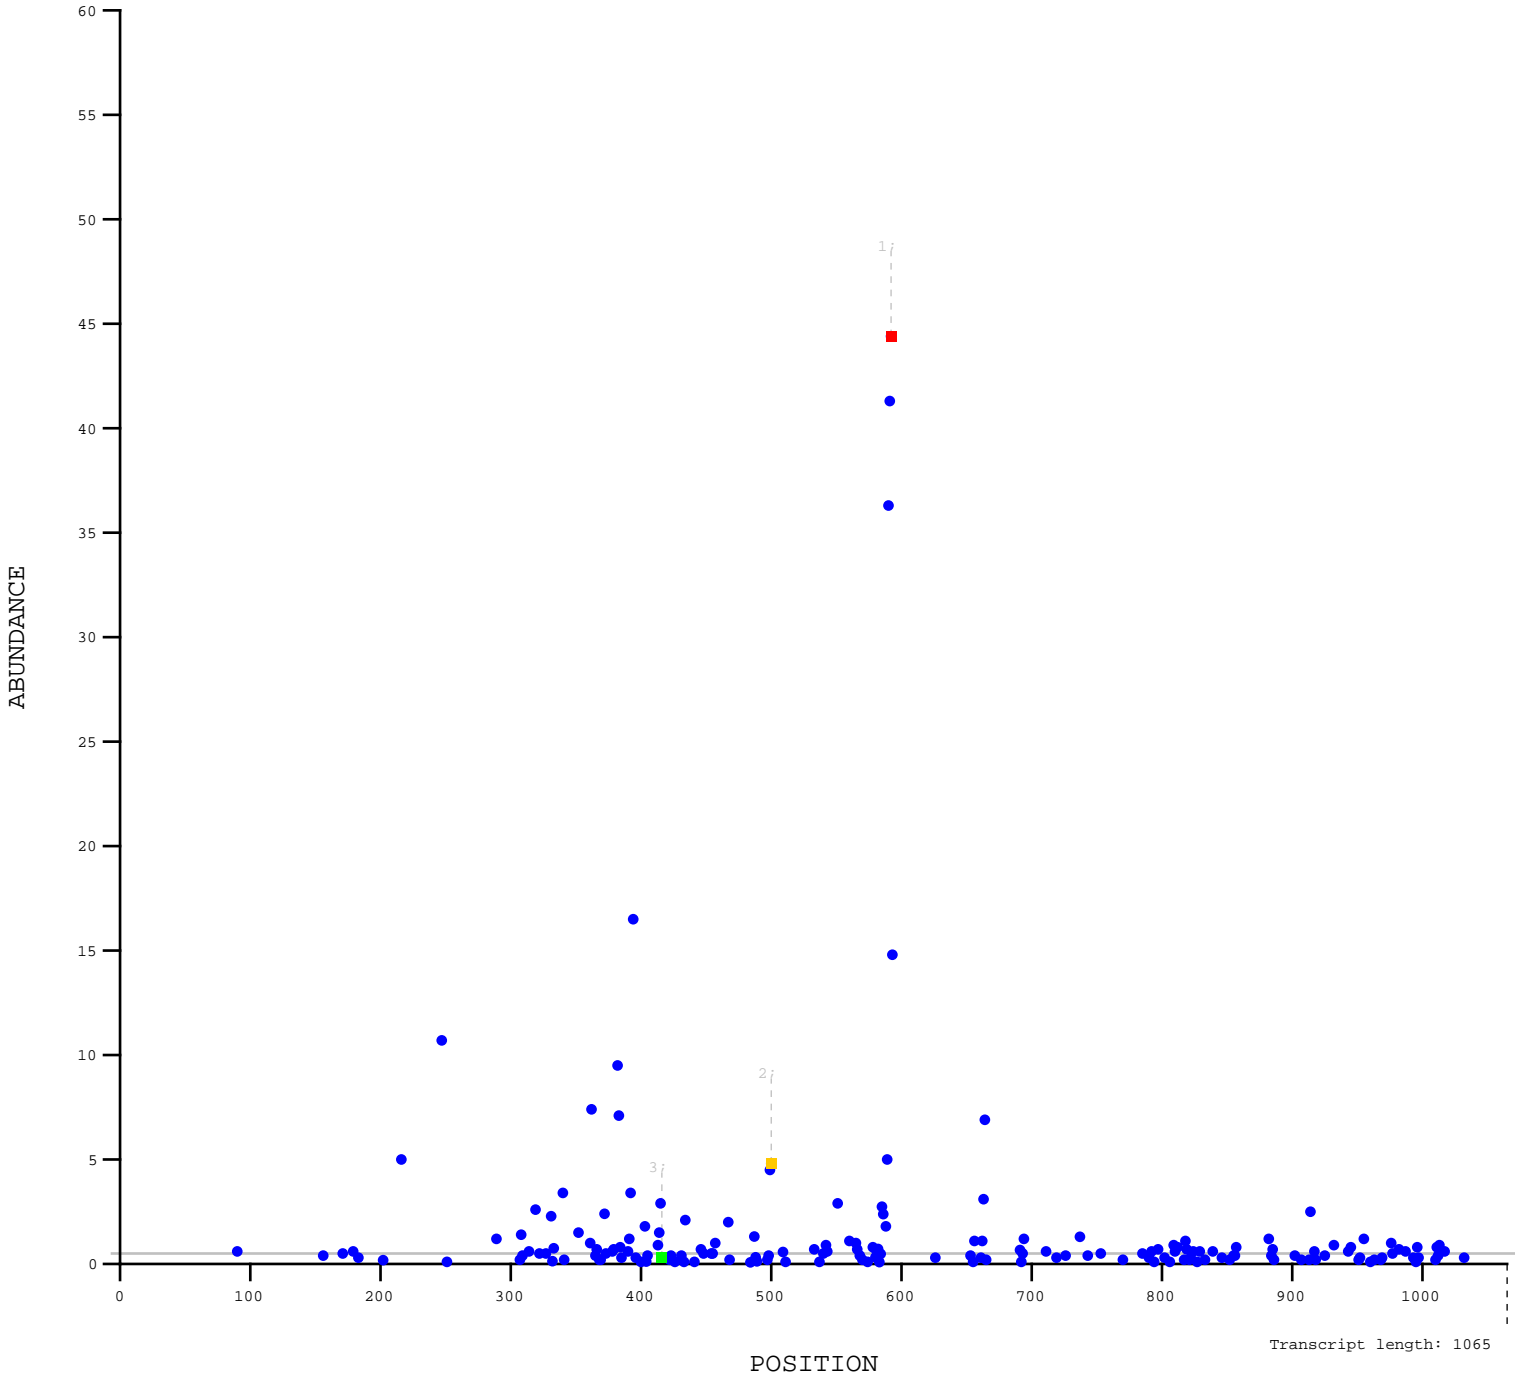

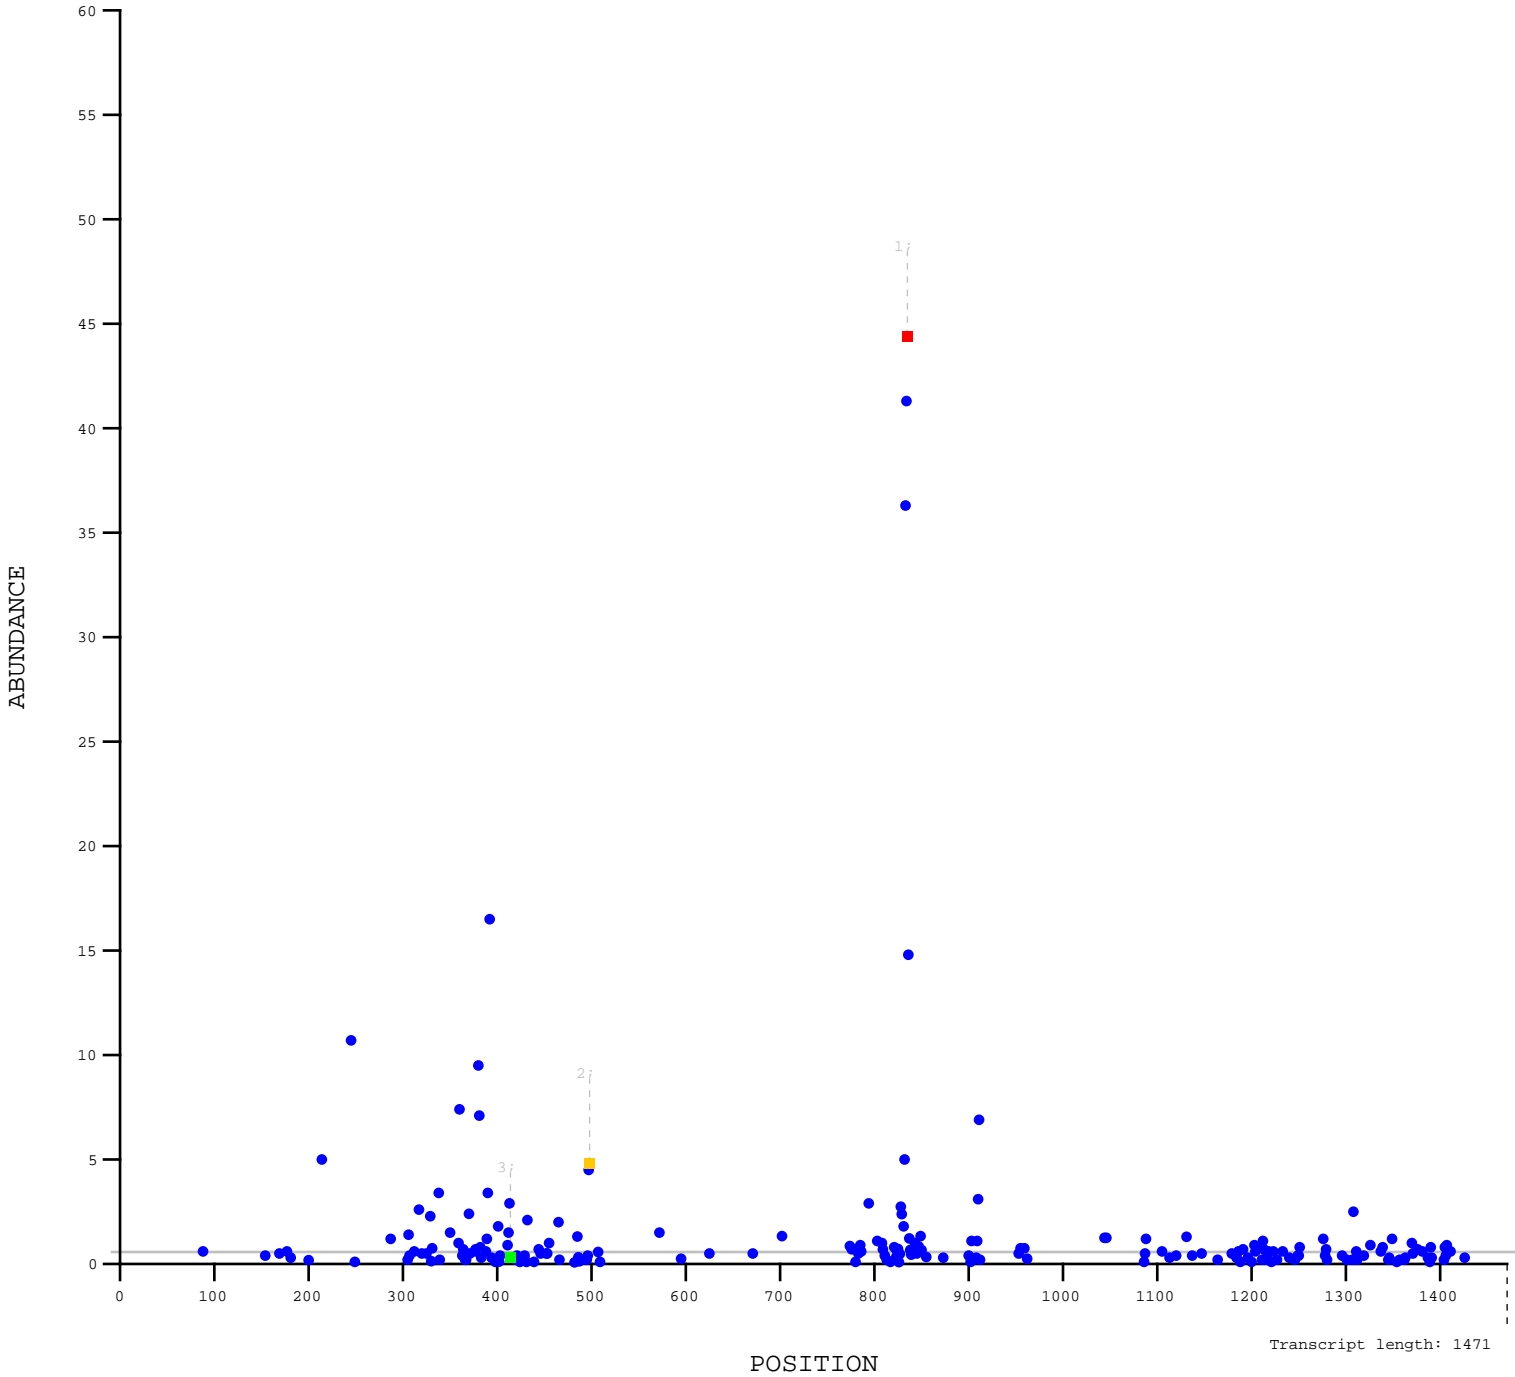

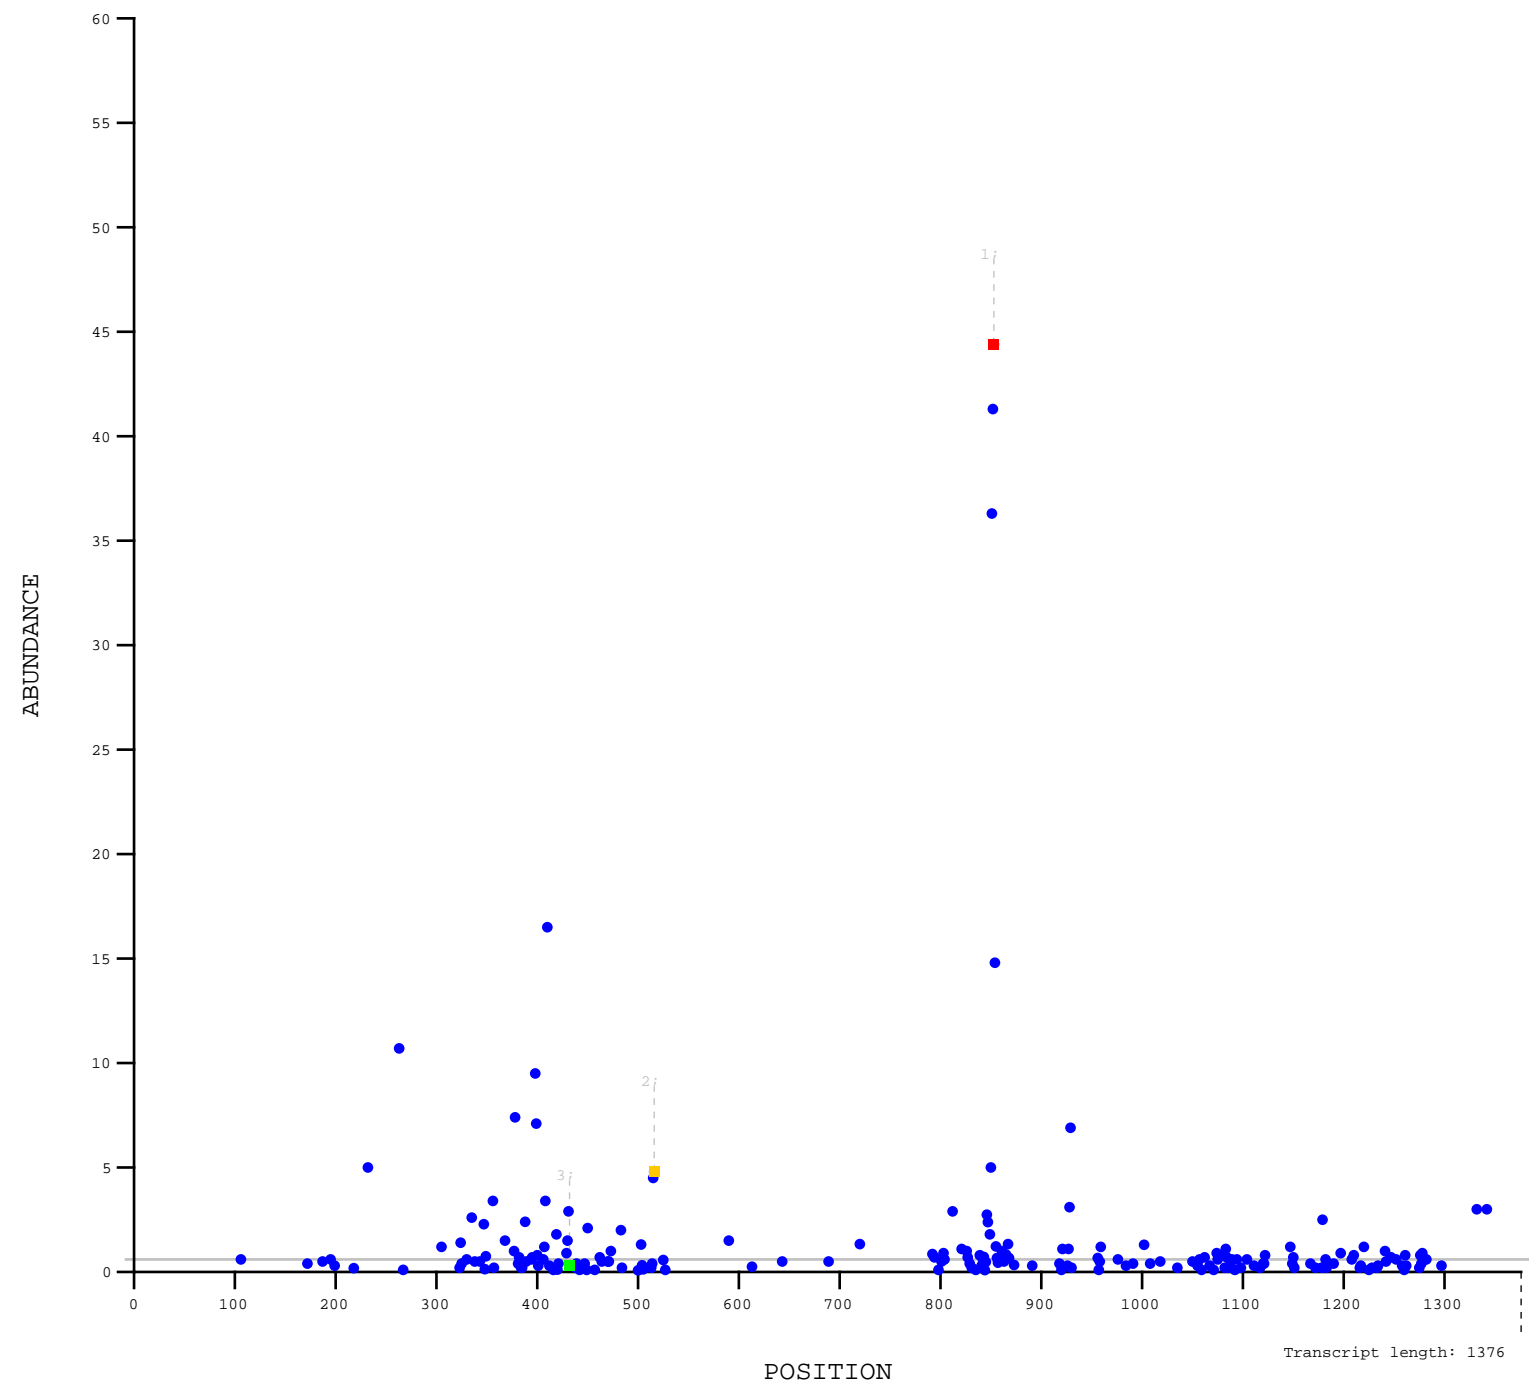

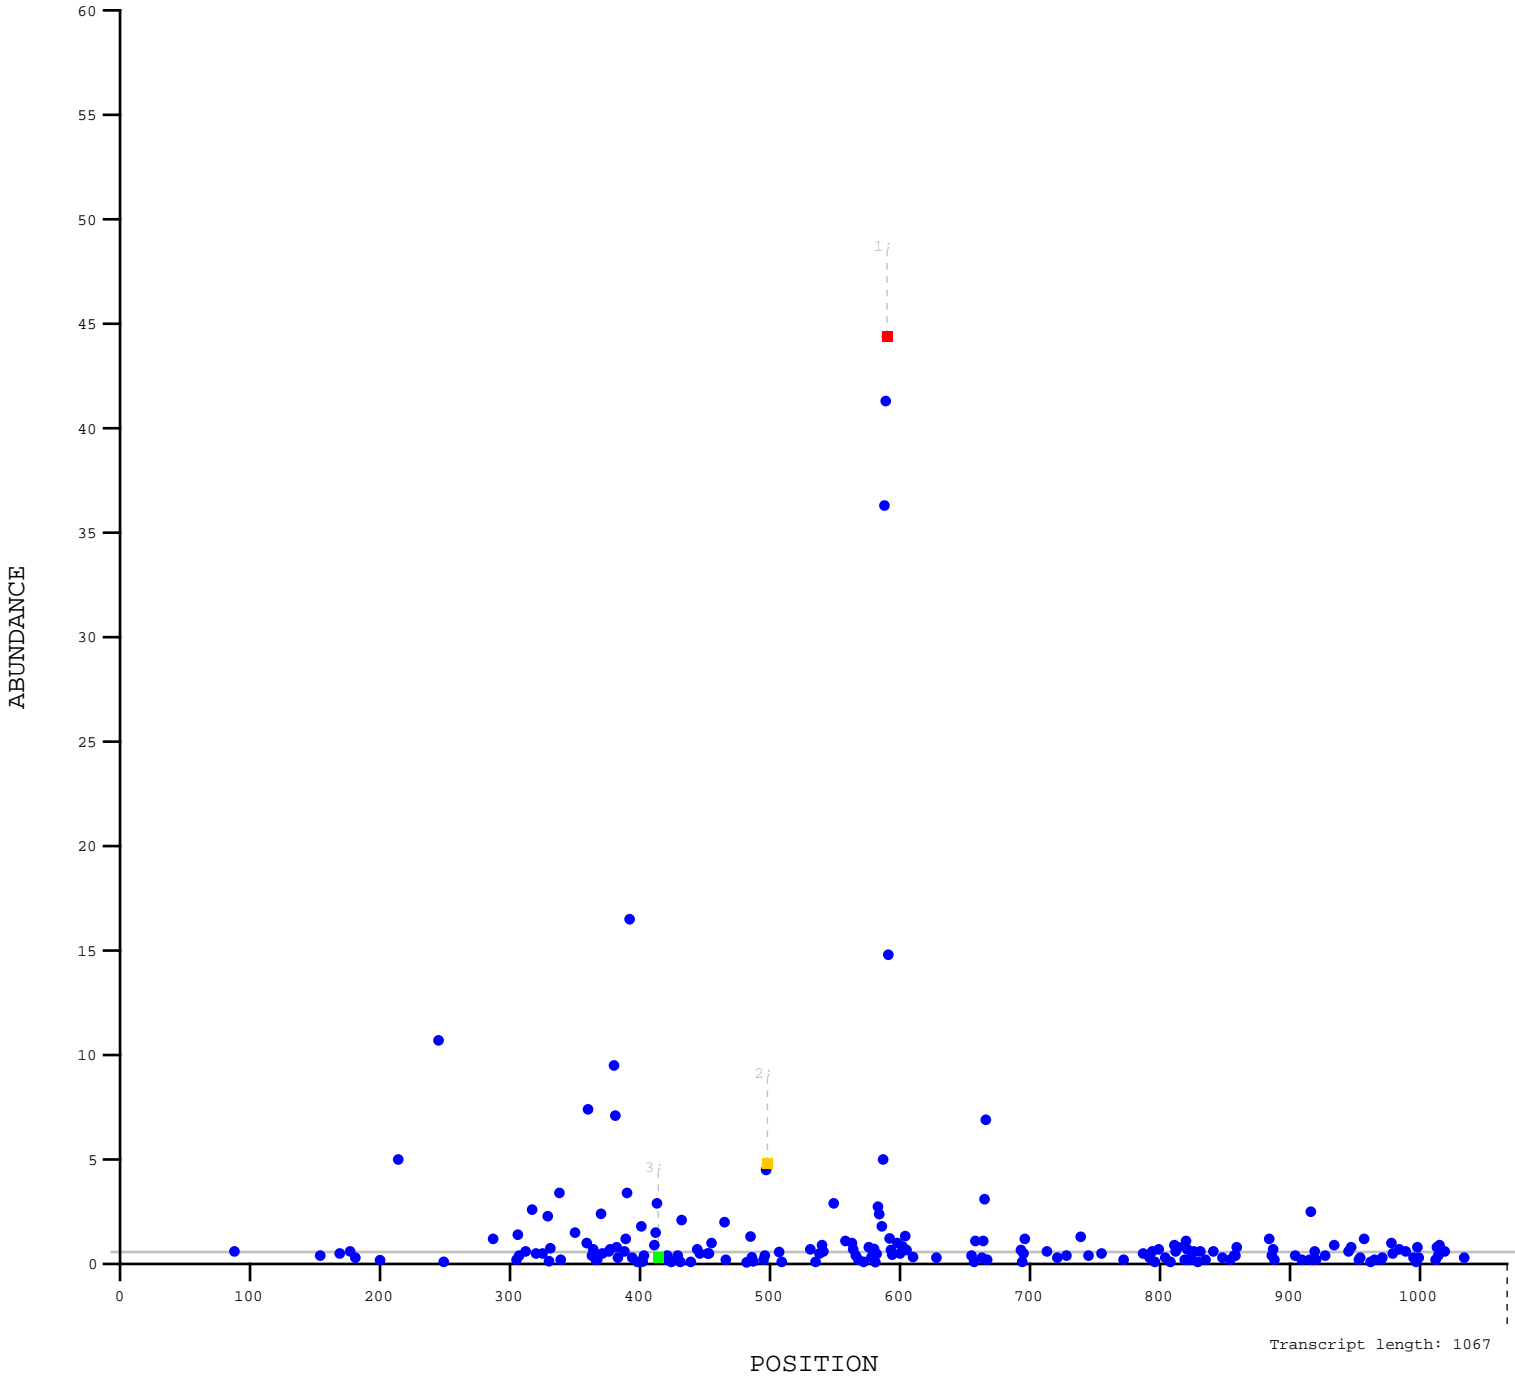

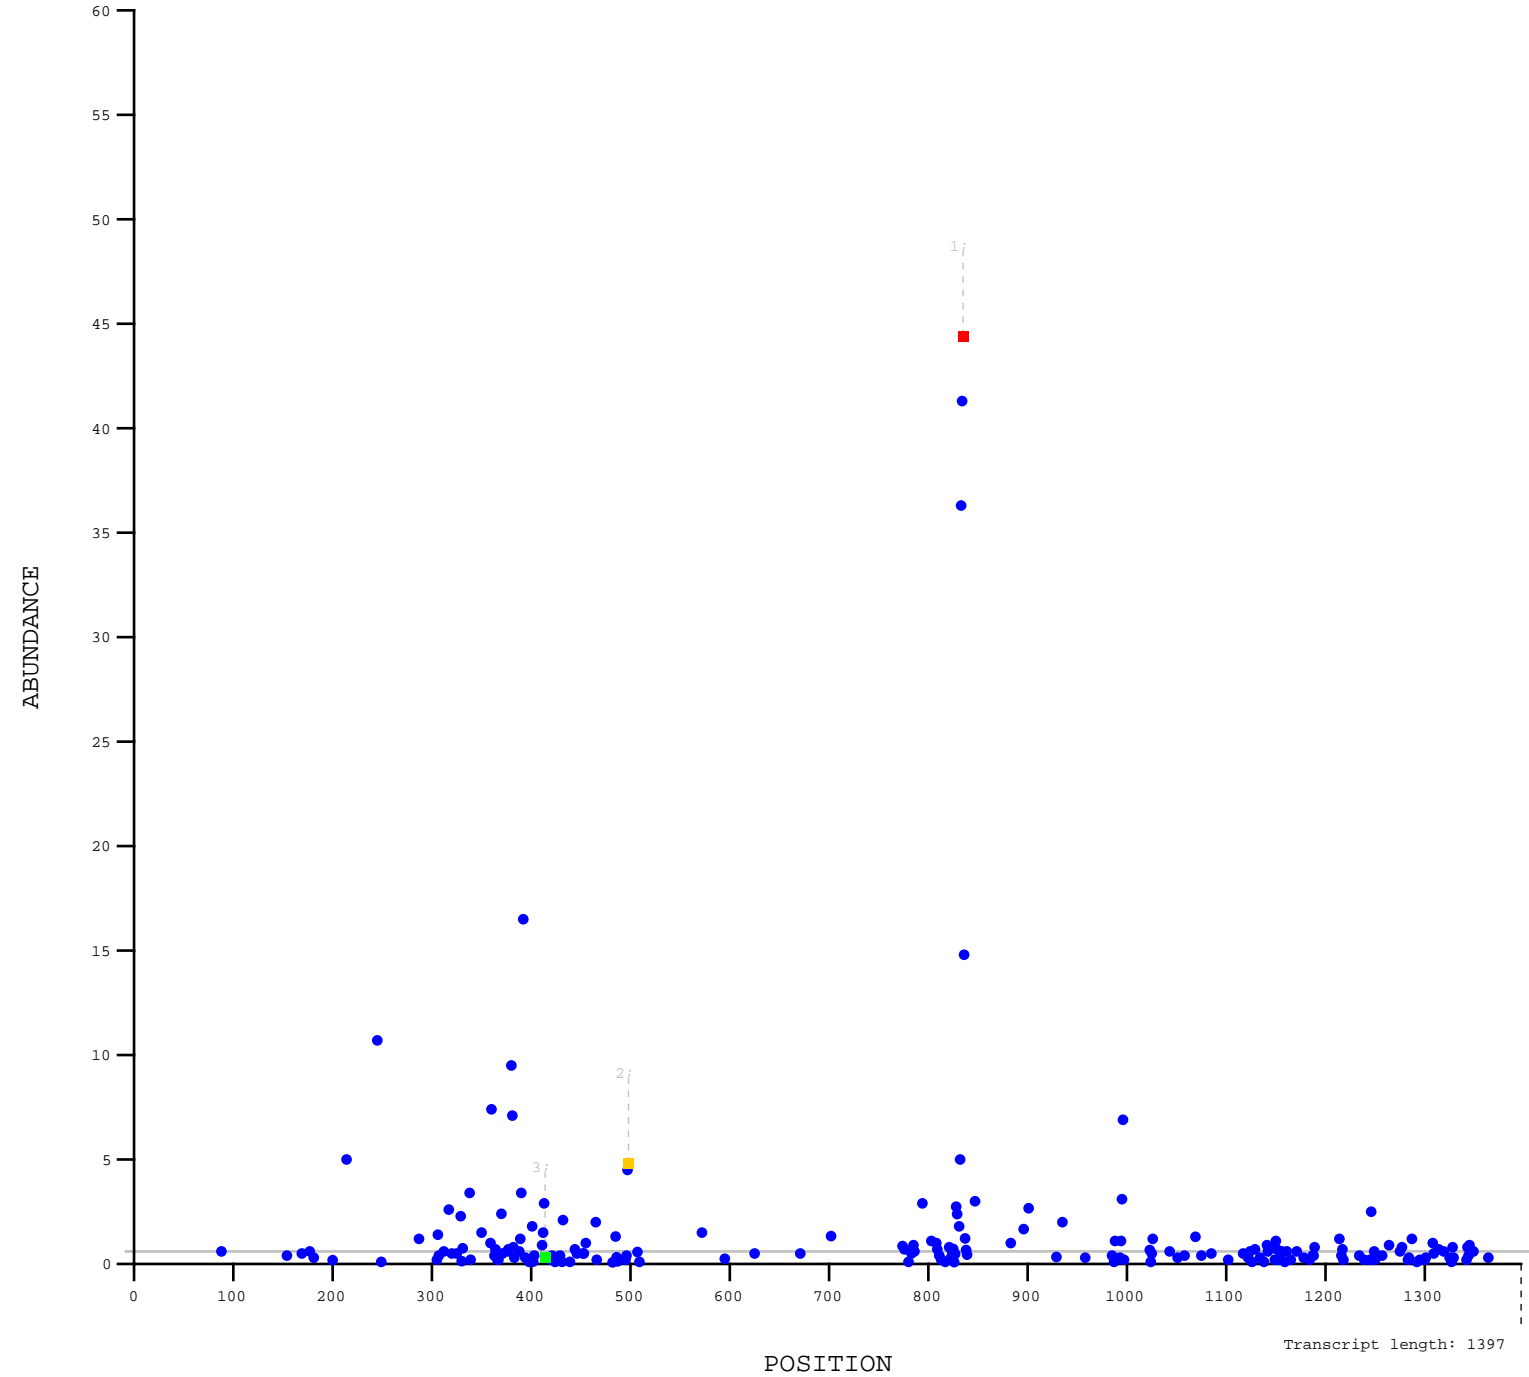

orange1.1t00584.1 gene=orange1.1t00584 CDS=1-5892

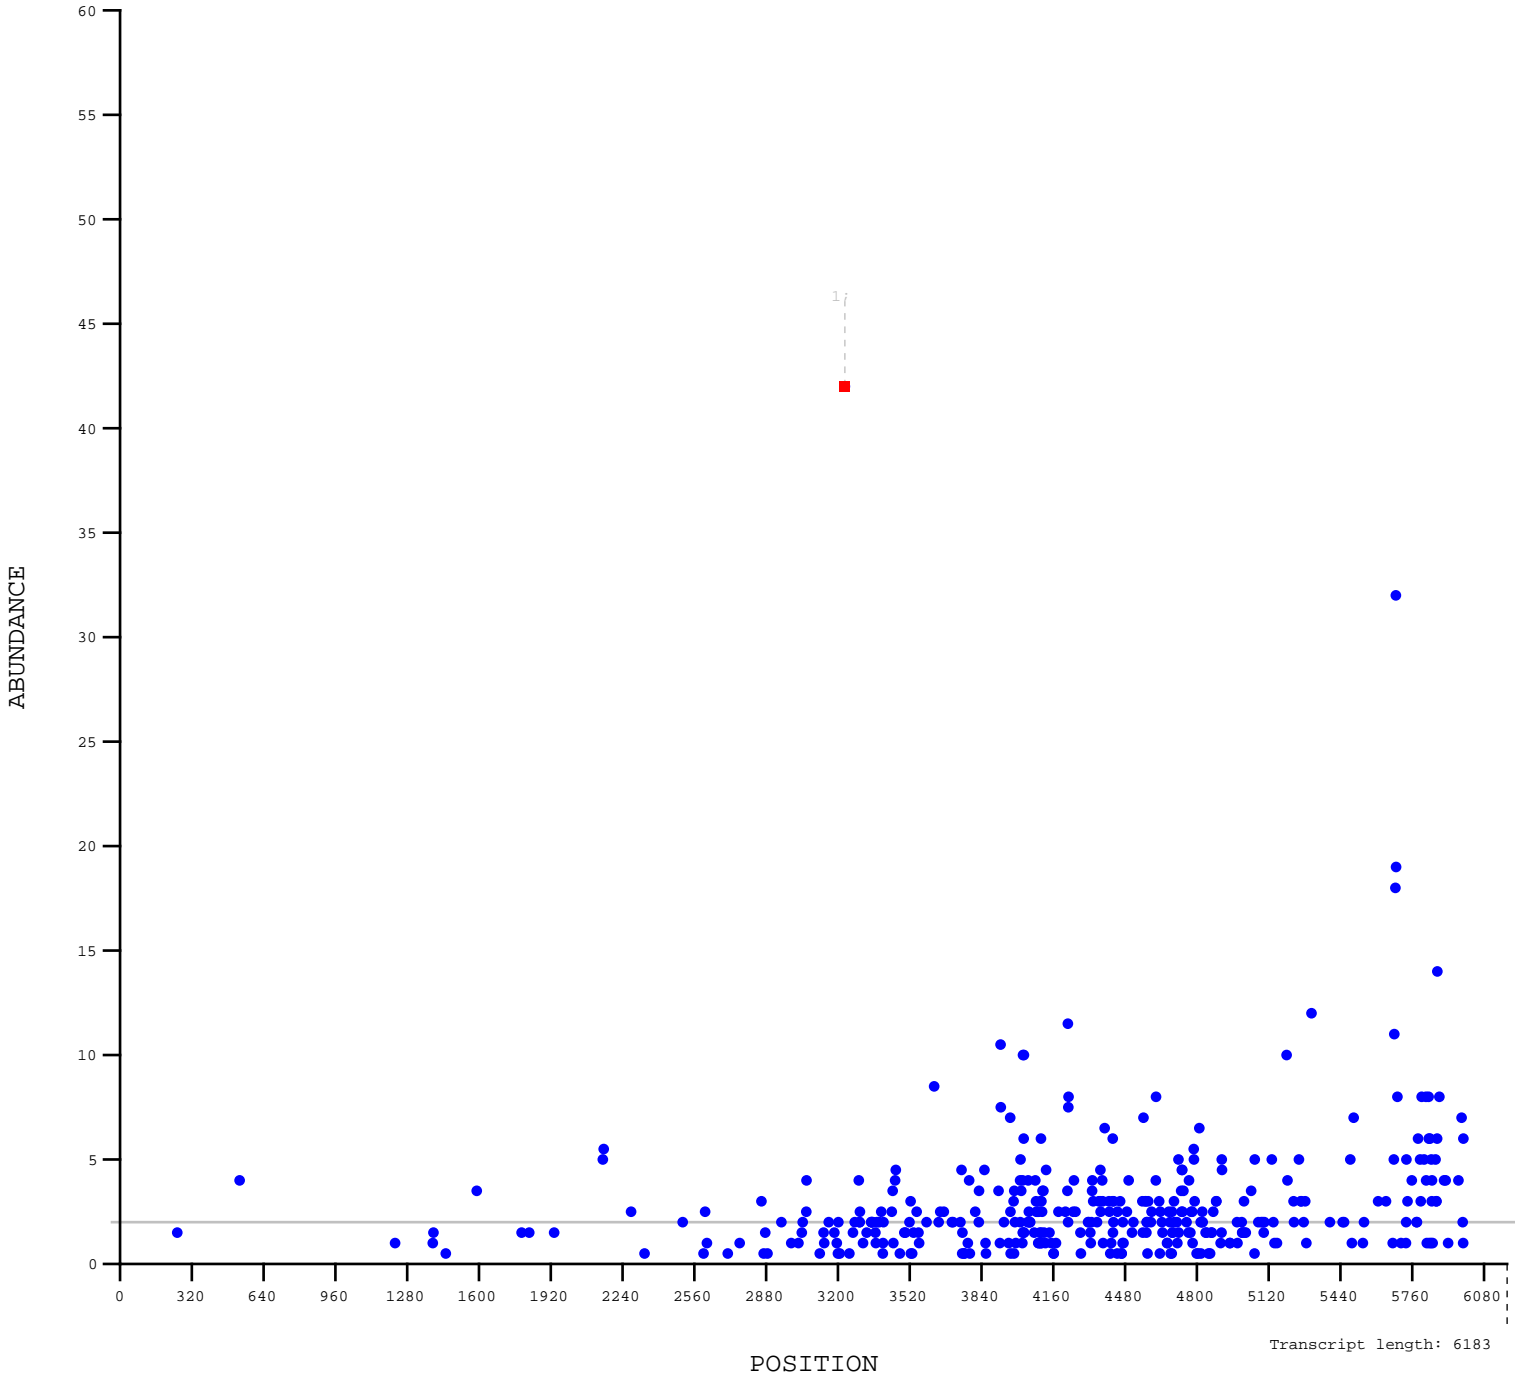

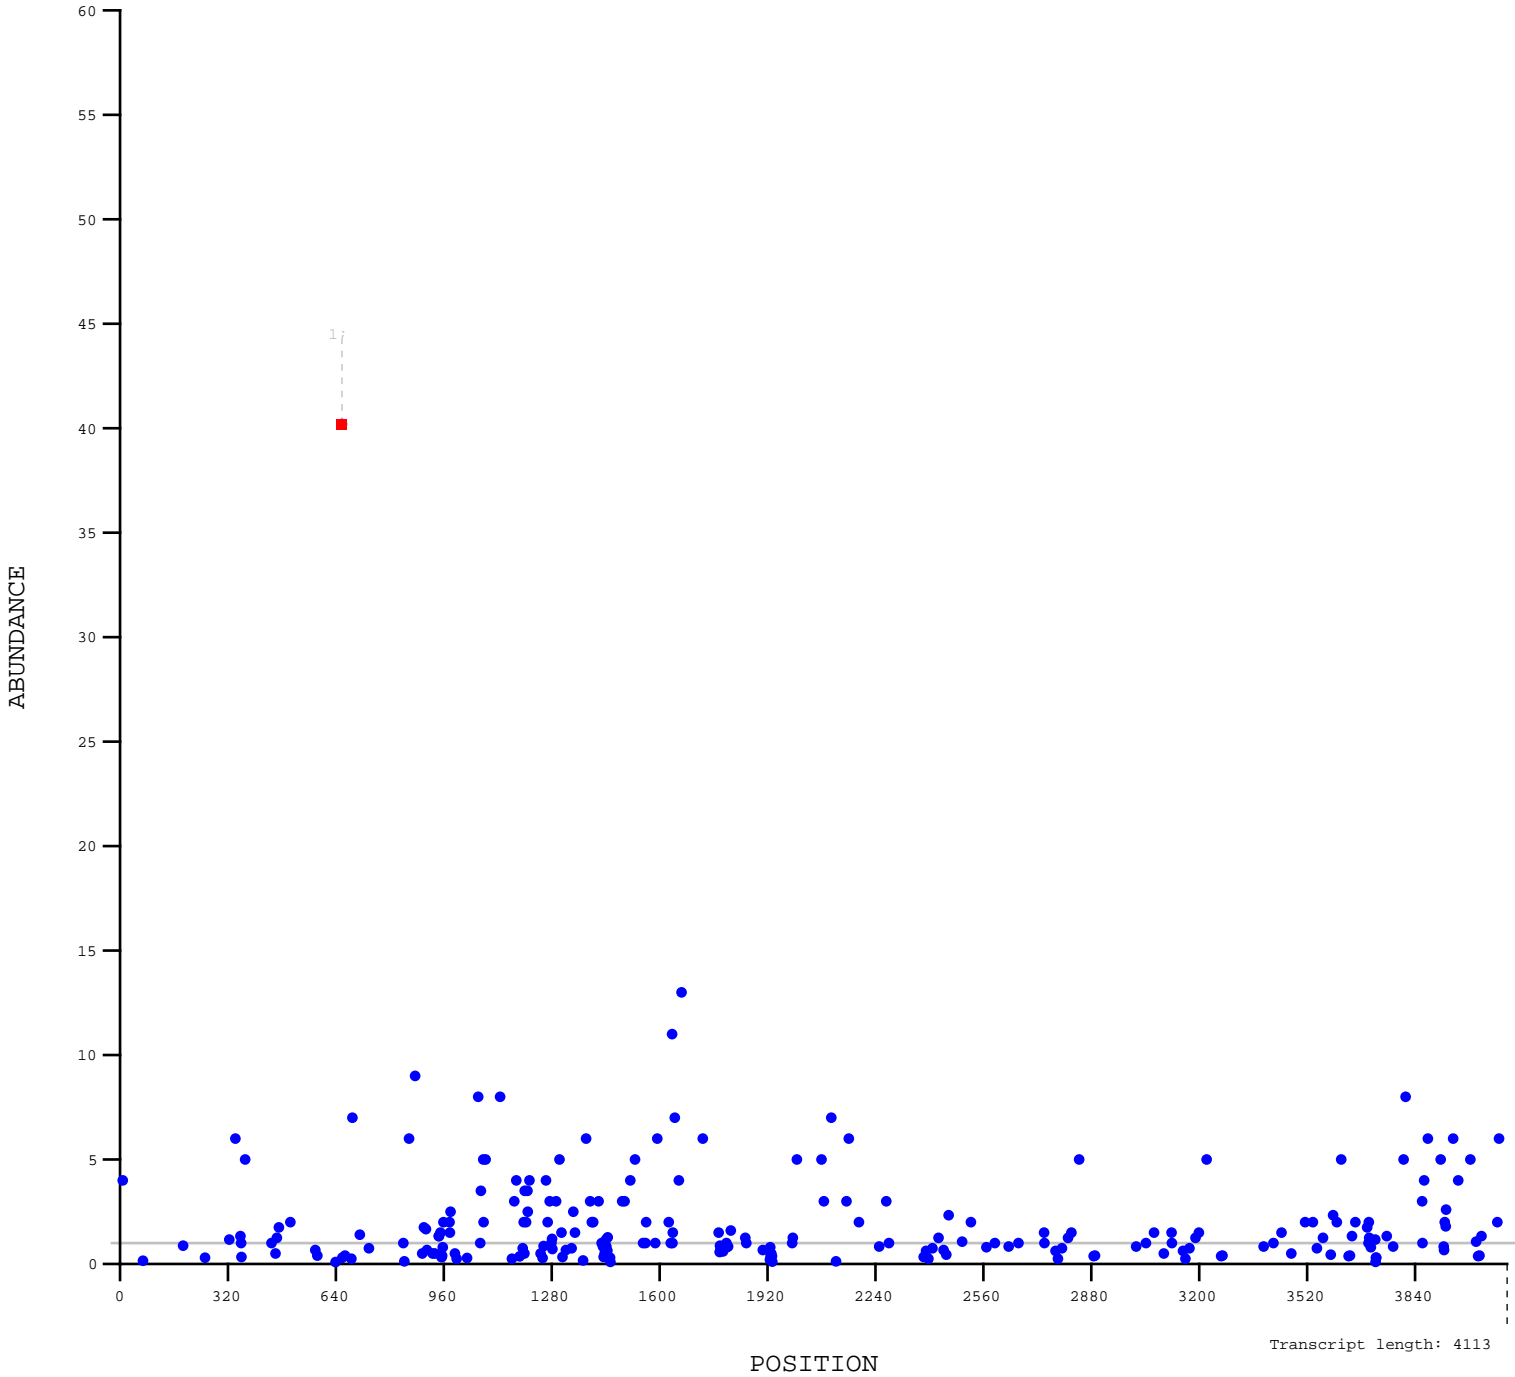

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment: ● Median: —

■ 0

#1 Position:658 Abundance: 40.20(deg) 1(sRNA)  
5' TCTTCCCTATGCCTCCCATTC 3' ID:  
3' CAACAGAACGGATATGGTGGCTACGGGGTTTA 5' Score: 4.5  
p-value: 0.0

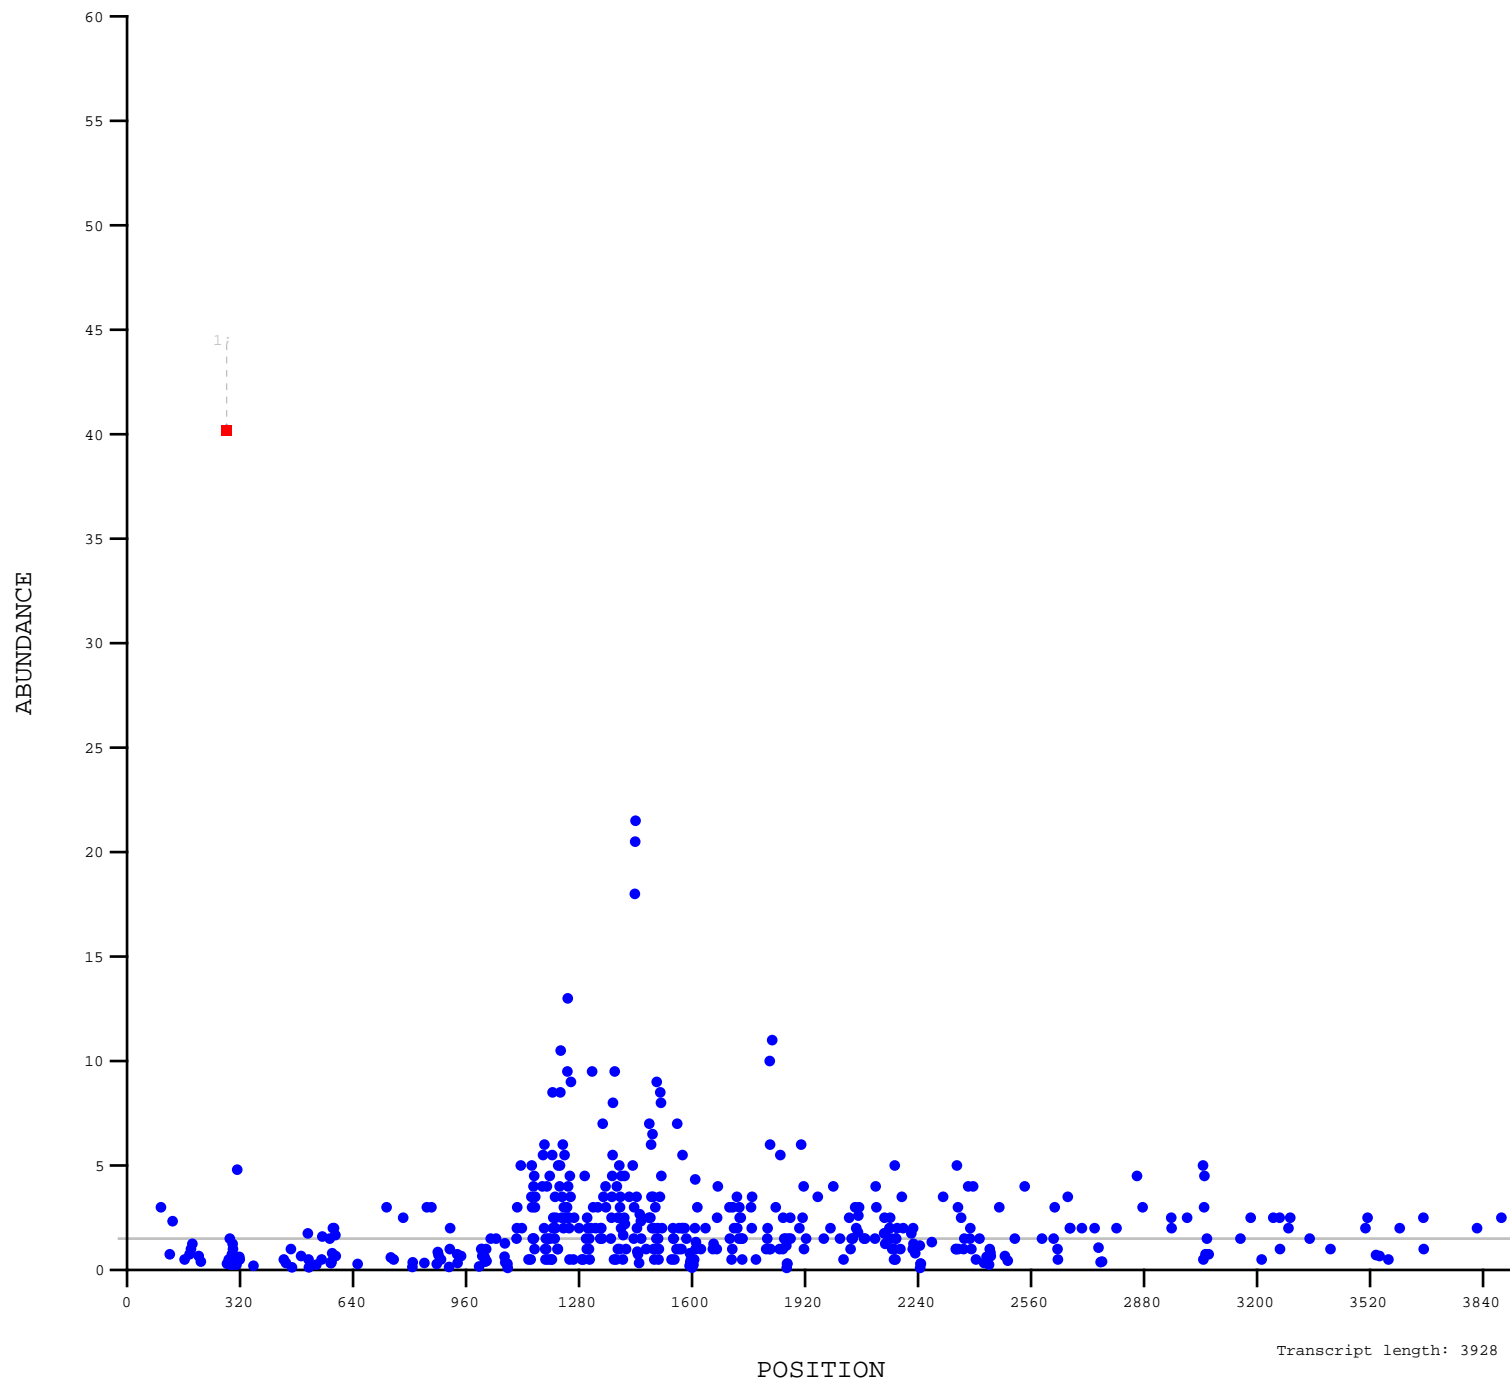

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:282 Abundance: 40.20(deg) 1(sRNA)  
 5' TCTTCCCTATGCCTCCCATTC 3' ID:  
 3' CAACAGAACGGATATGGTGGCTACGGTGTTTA 5' Score: 4.5  
 p-value: 0.0

orange1.1t01823.1 gene=orange1.1t01823 CDS=1-3678

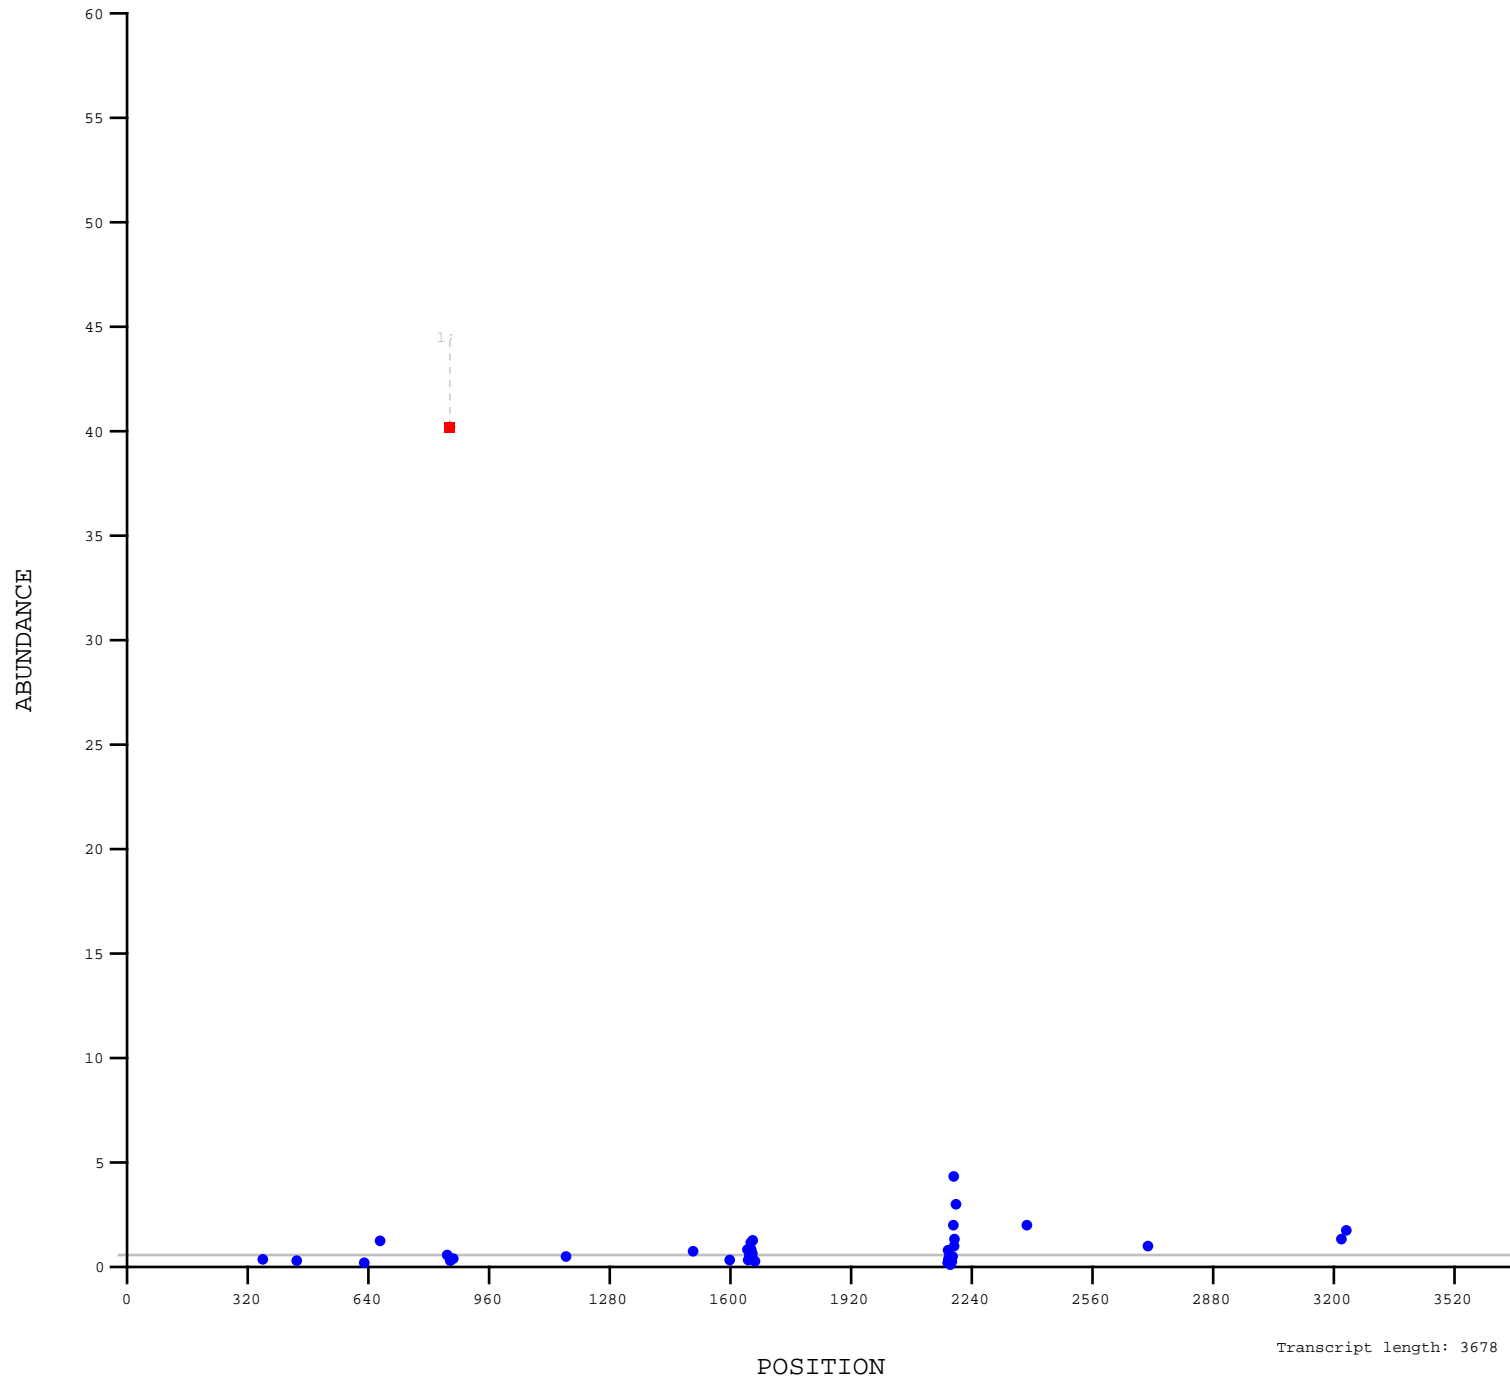

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median:

**0** #1 Position:856 Abundance: 40.20(deg) 1(sRNA)  
5' TCTTCCCTATGCGCTCCCATTCC 3' ID:  
3' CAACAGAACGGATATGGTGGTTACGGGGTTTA 5' Score: 4.5  
p-value: 0.02

Cs5g19400.1 gene=Cs5g19400 CDS=162-2423

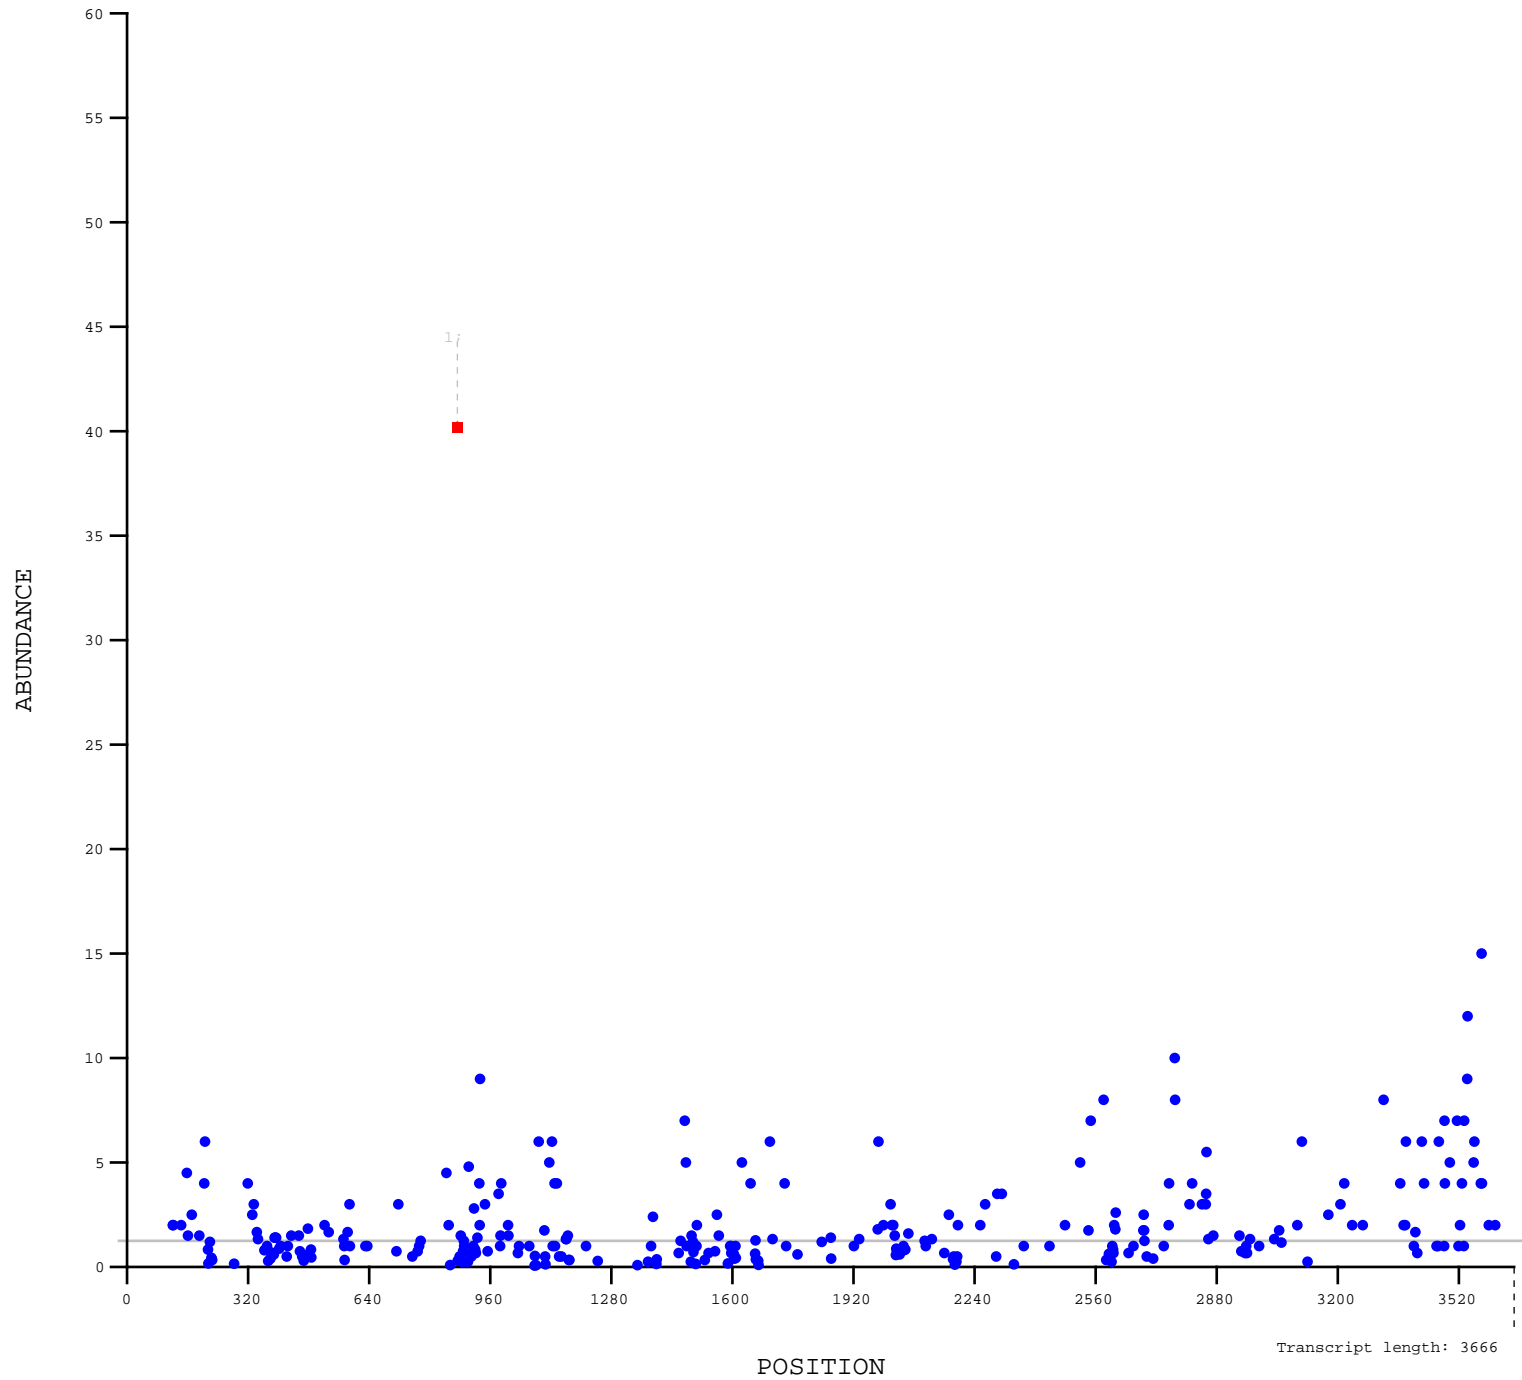

Category: 0 1 2 3 4  
 Degradome alignment: Median: —

0 #1 Position:873 Abundance: 40.20(deg) 1(sRNA)  
 5' TCTTCCCATGCTCCCATTC 3' ID:  
 3' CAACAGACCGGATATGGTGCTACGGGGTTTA 5' Score: 4.5  
 p-value: 0.0

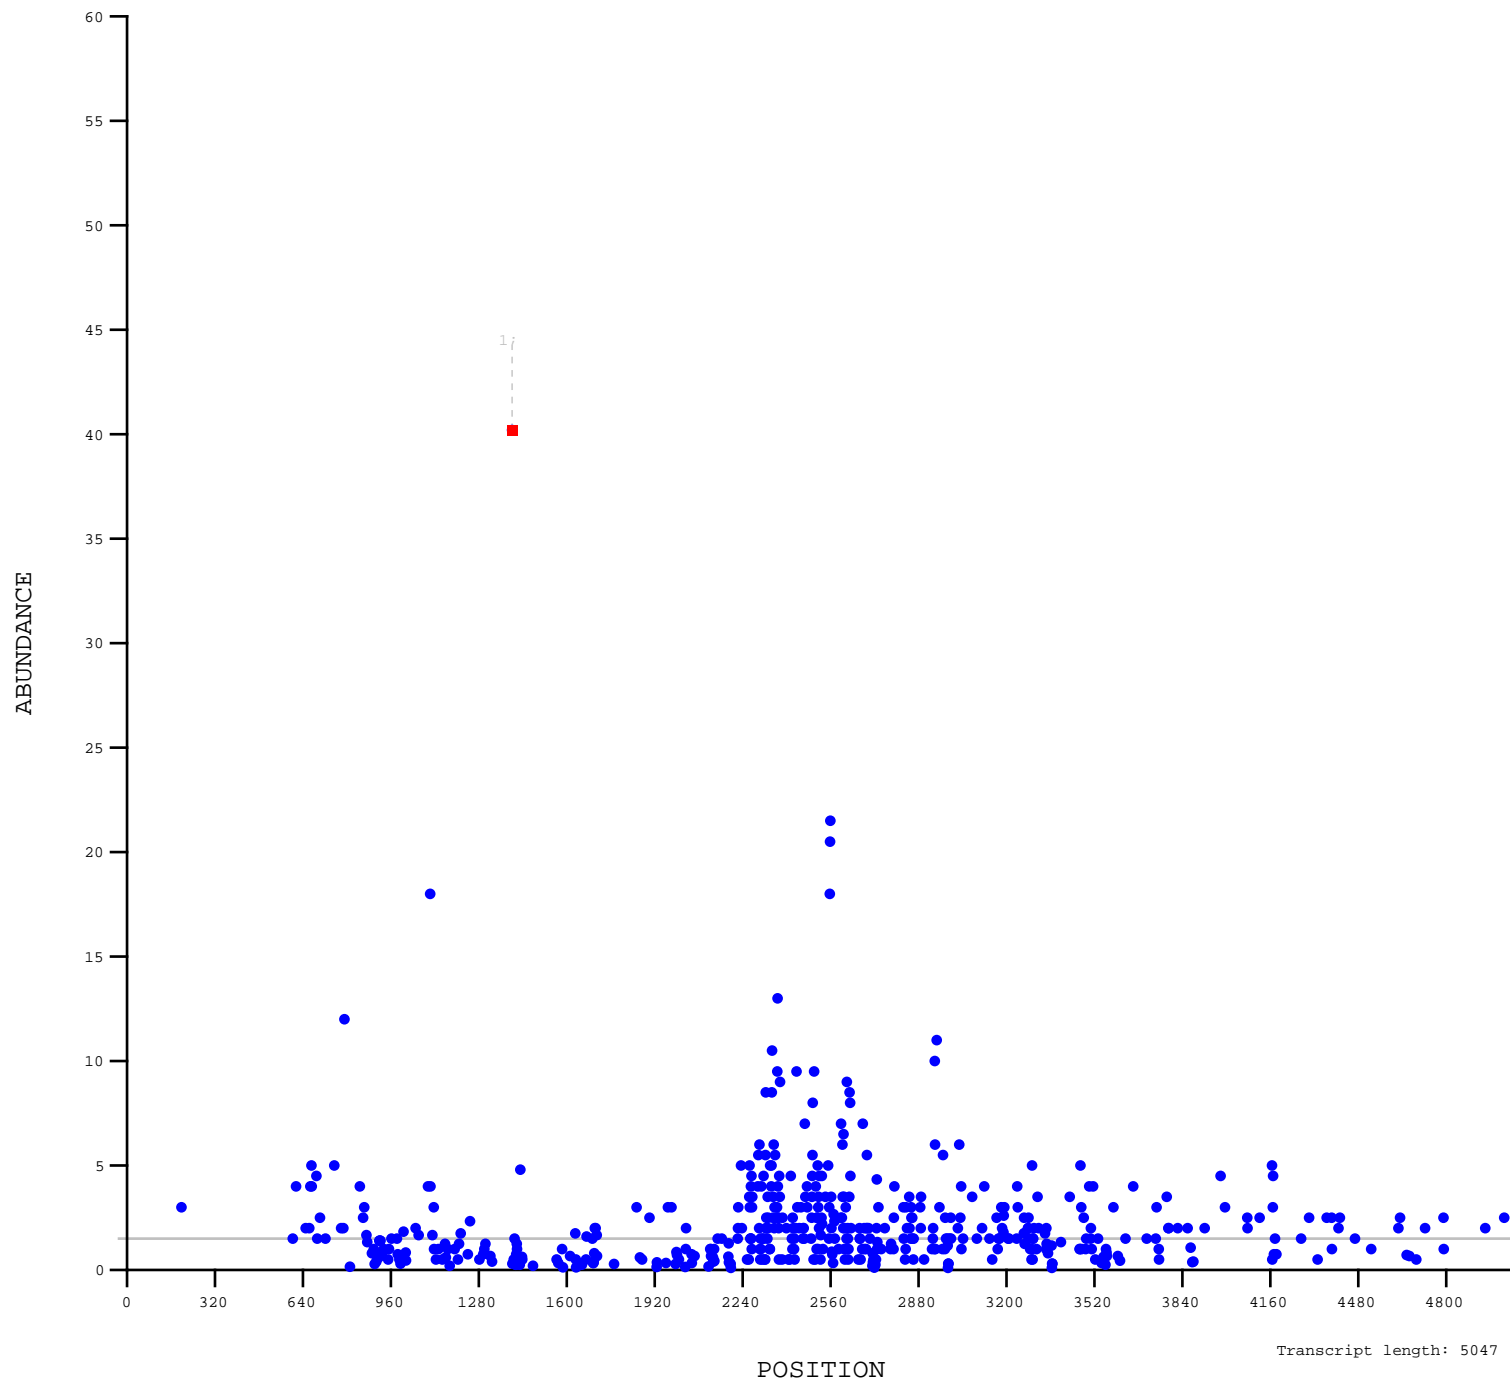

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position:1401 Abundance: 40.20(deg) 1(sRNA)  
 5' TCTTCCCTATGCCTCCCATTC 3' ID:  
 3' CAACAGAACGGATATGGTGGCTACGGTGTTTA 5' Score: 4.5  
 p-value: 0.0

Cs6g15330.1 gene=Cs6g15330 CDS=37-1098

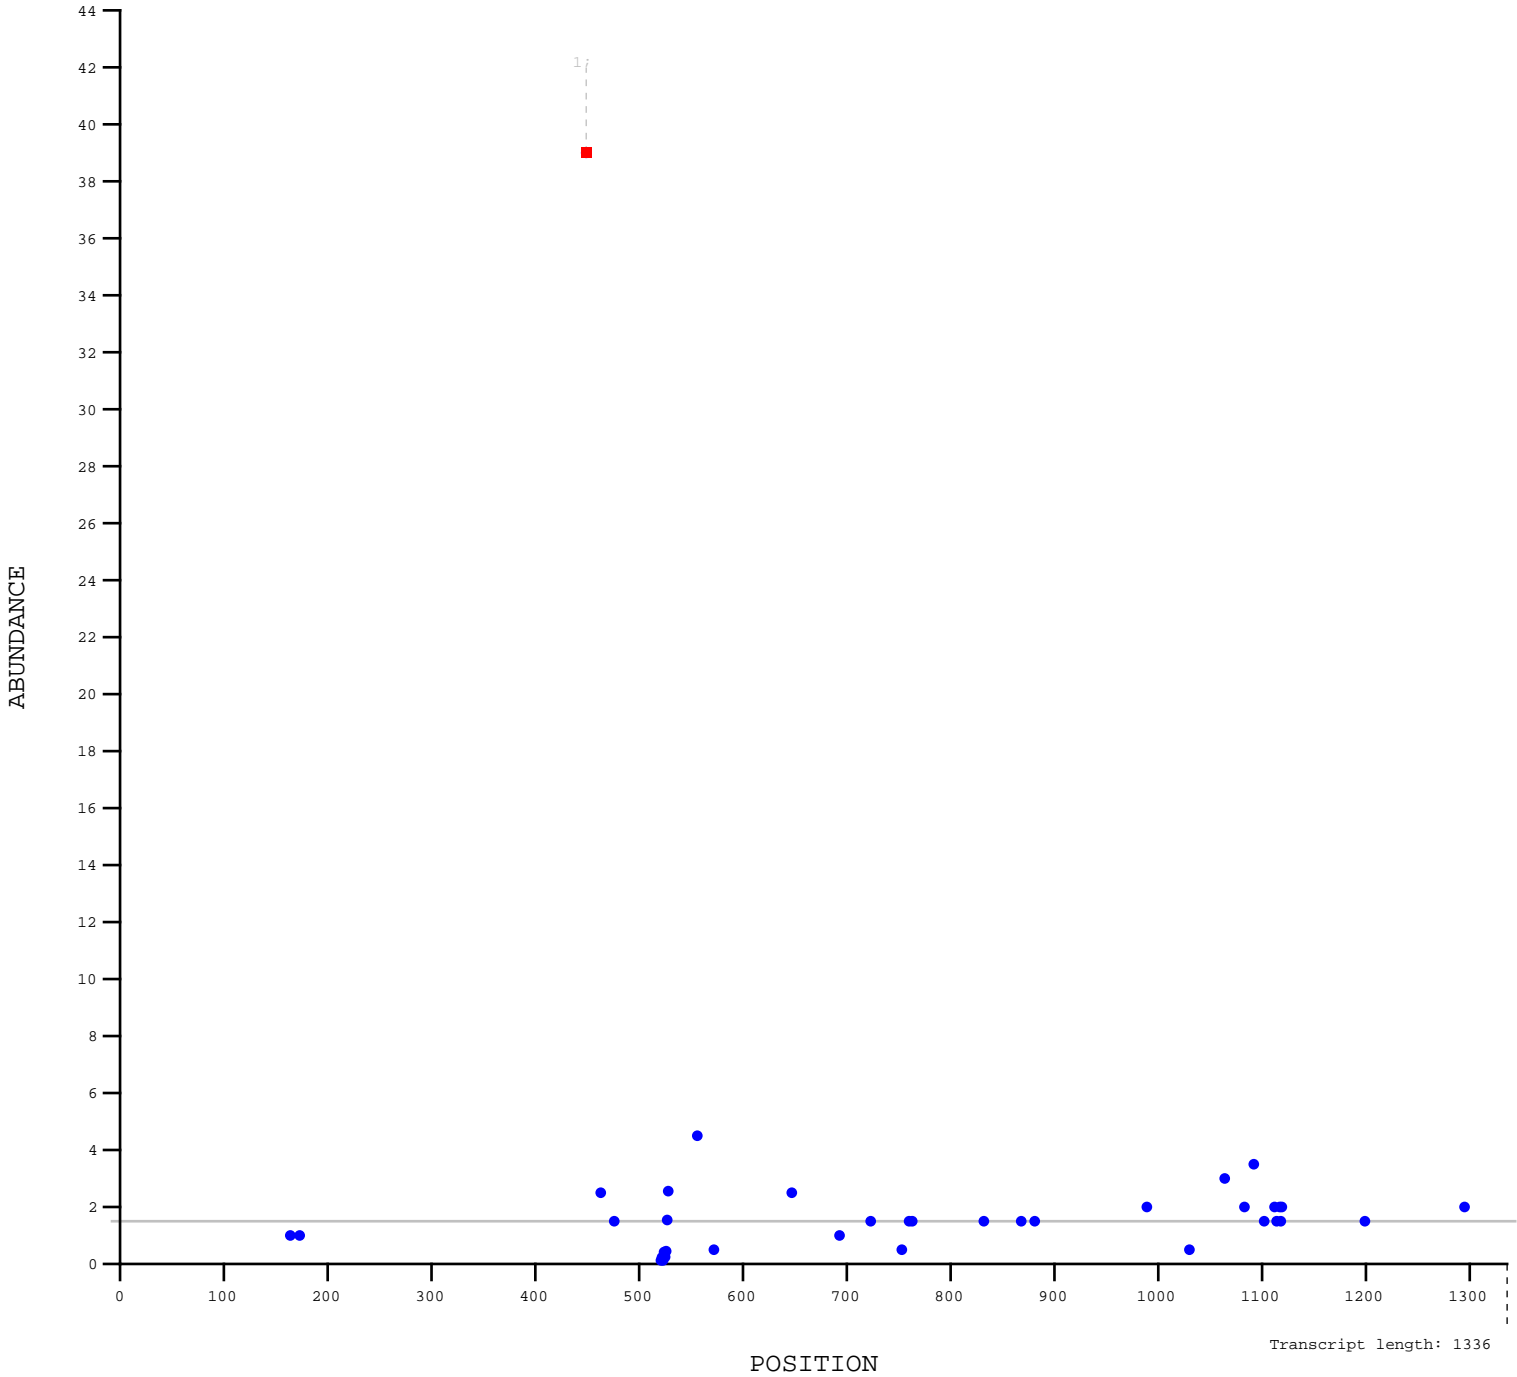

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4

Degradome alignment:  Median: 

■ 0 #1 Position:449 Abundance: 39.00(deg) 3(sRNA)  
5' TTCCACA-GCTTTCTTGAAC TG 3' ID:  
3' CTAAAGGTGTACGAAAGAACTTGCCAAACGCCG 5' Score: 2.0  
p-value: 0.0

Cs6g15330.2 gene=Cs6g15330 CDS=203-1426

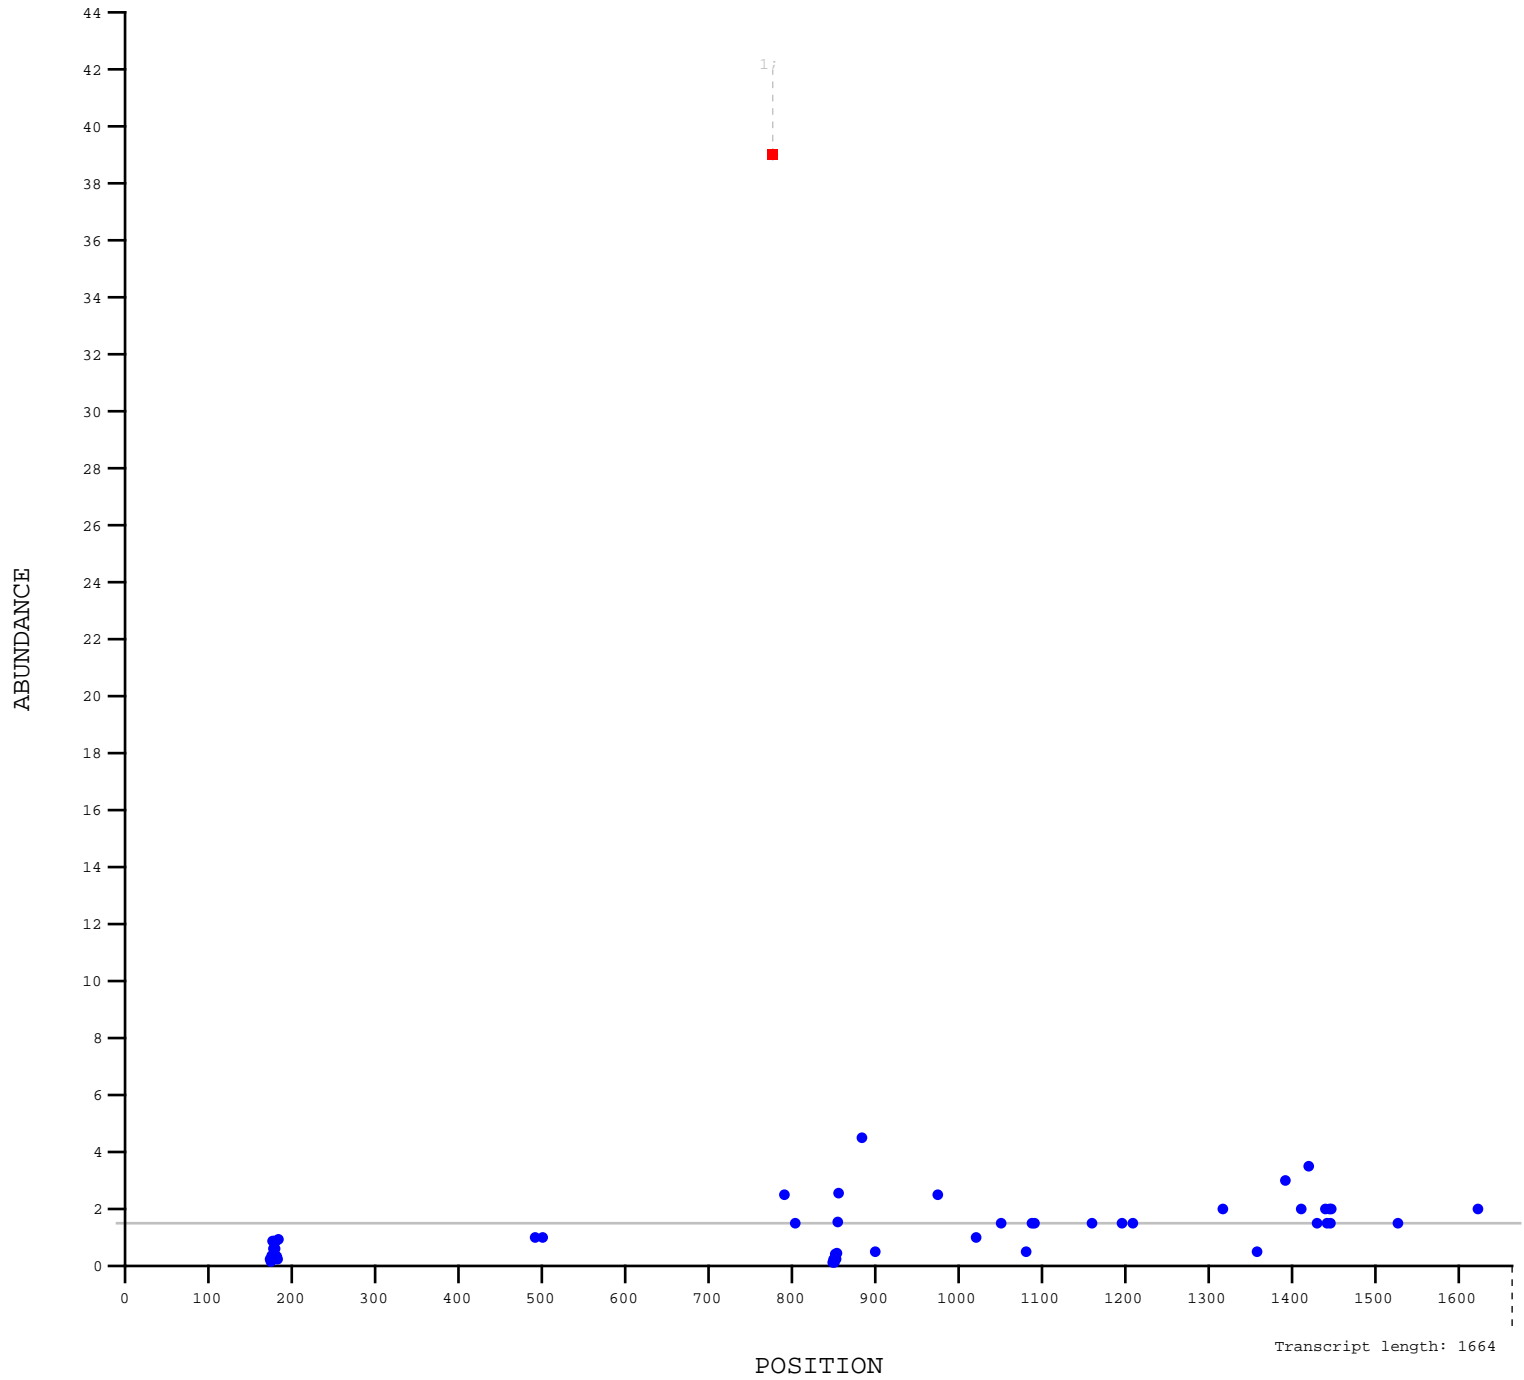

Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4  
 Degradome alignment: ● Median: —

■ 0 #1 Position: 777 Abundance: 39.00(deg) 3(sRNA)  
 5' TTCCACA-GCTTCTTGAAGT ID:  
 3' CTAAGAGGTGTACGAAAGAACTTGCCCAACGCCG 5' Score: 2.0  
 p-value: 0.0

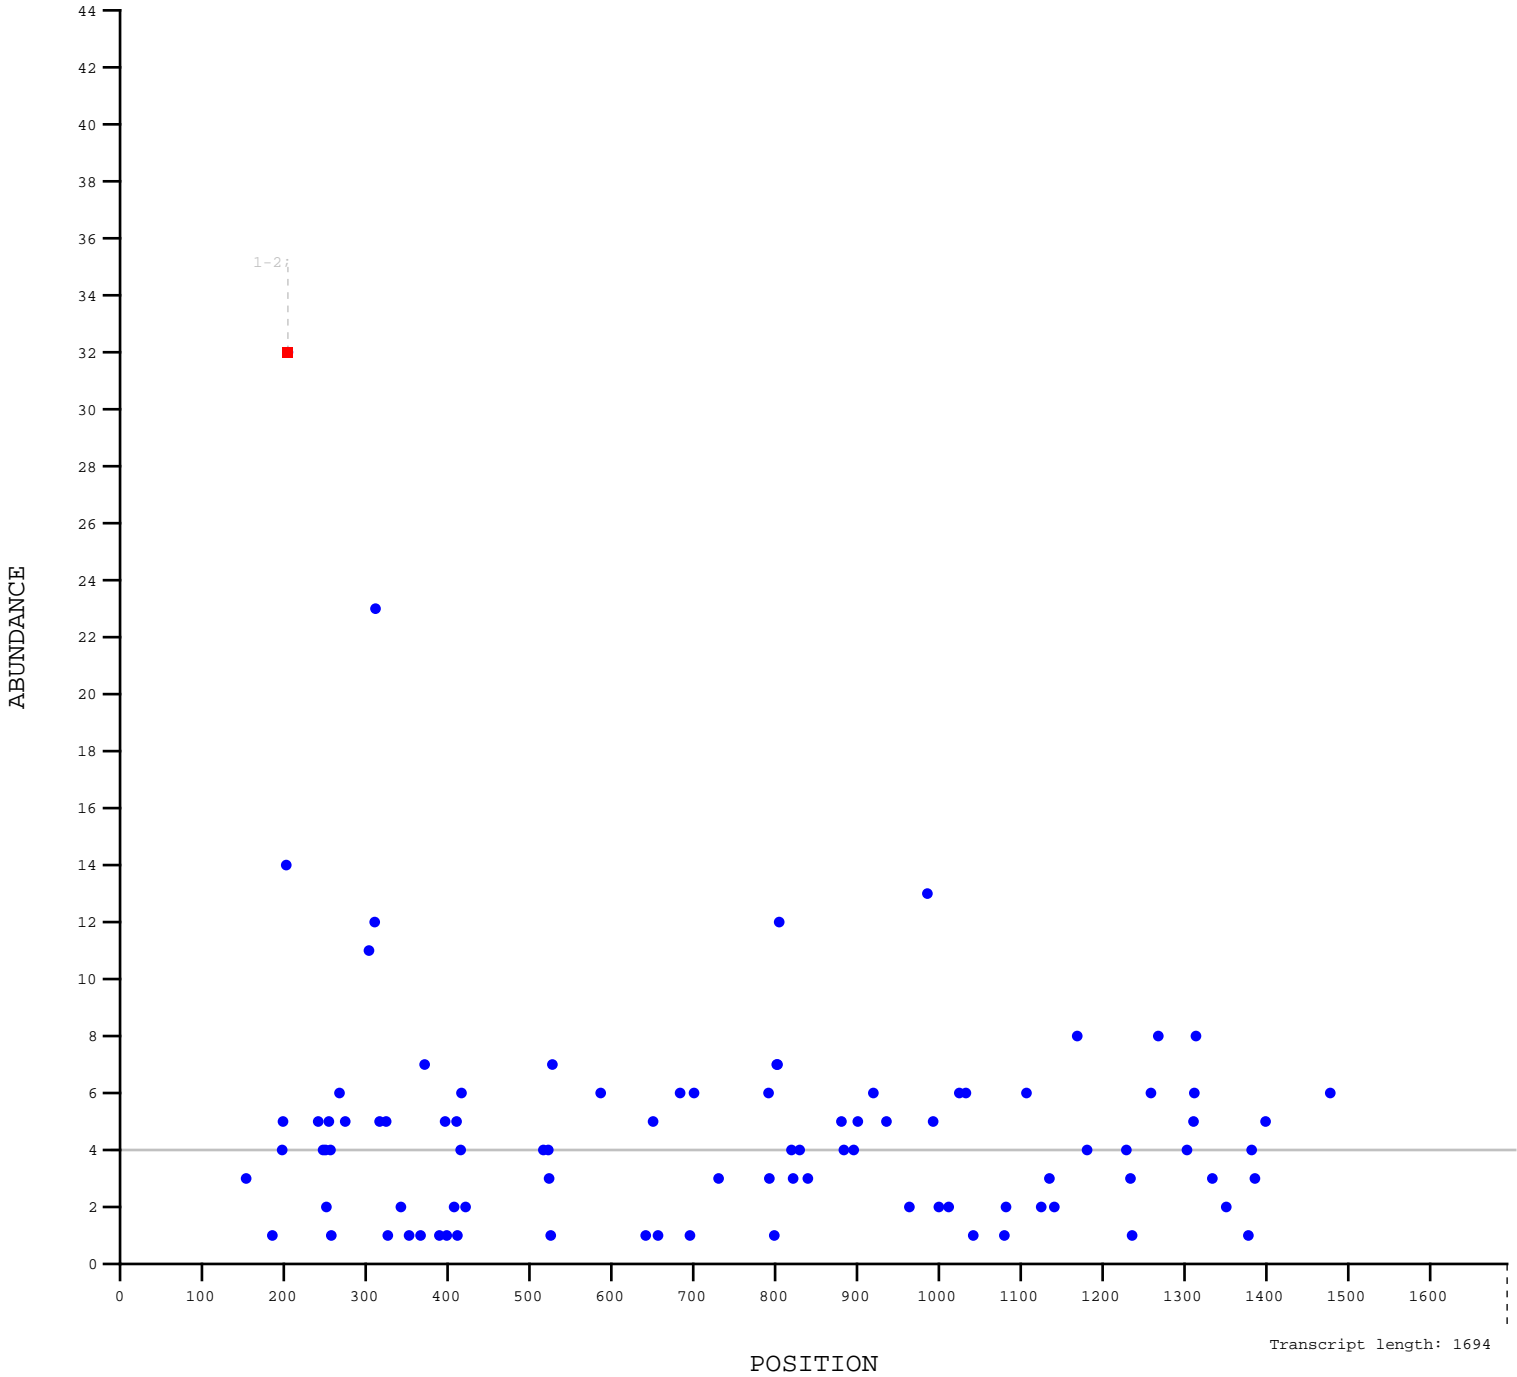

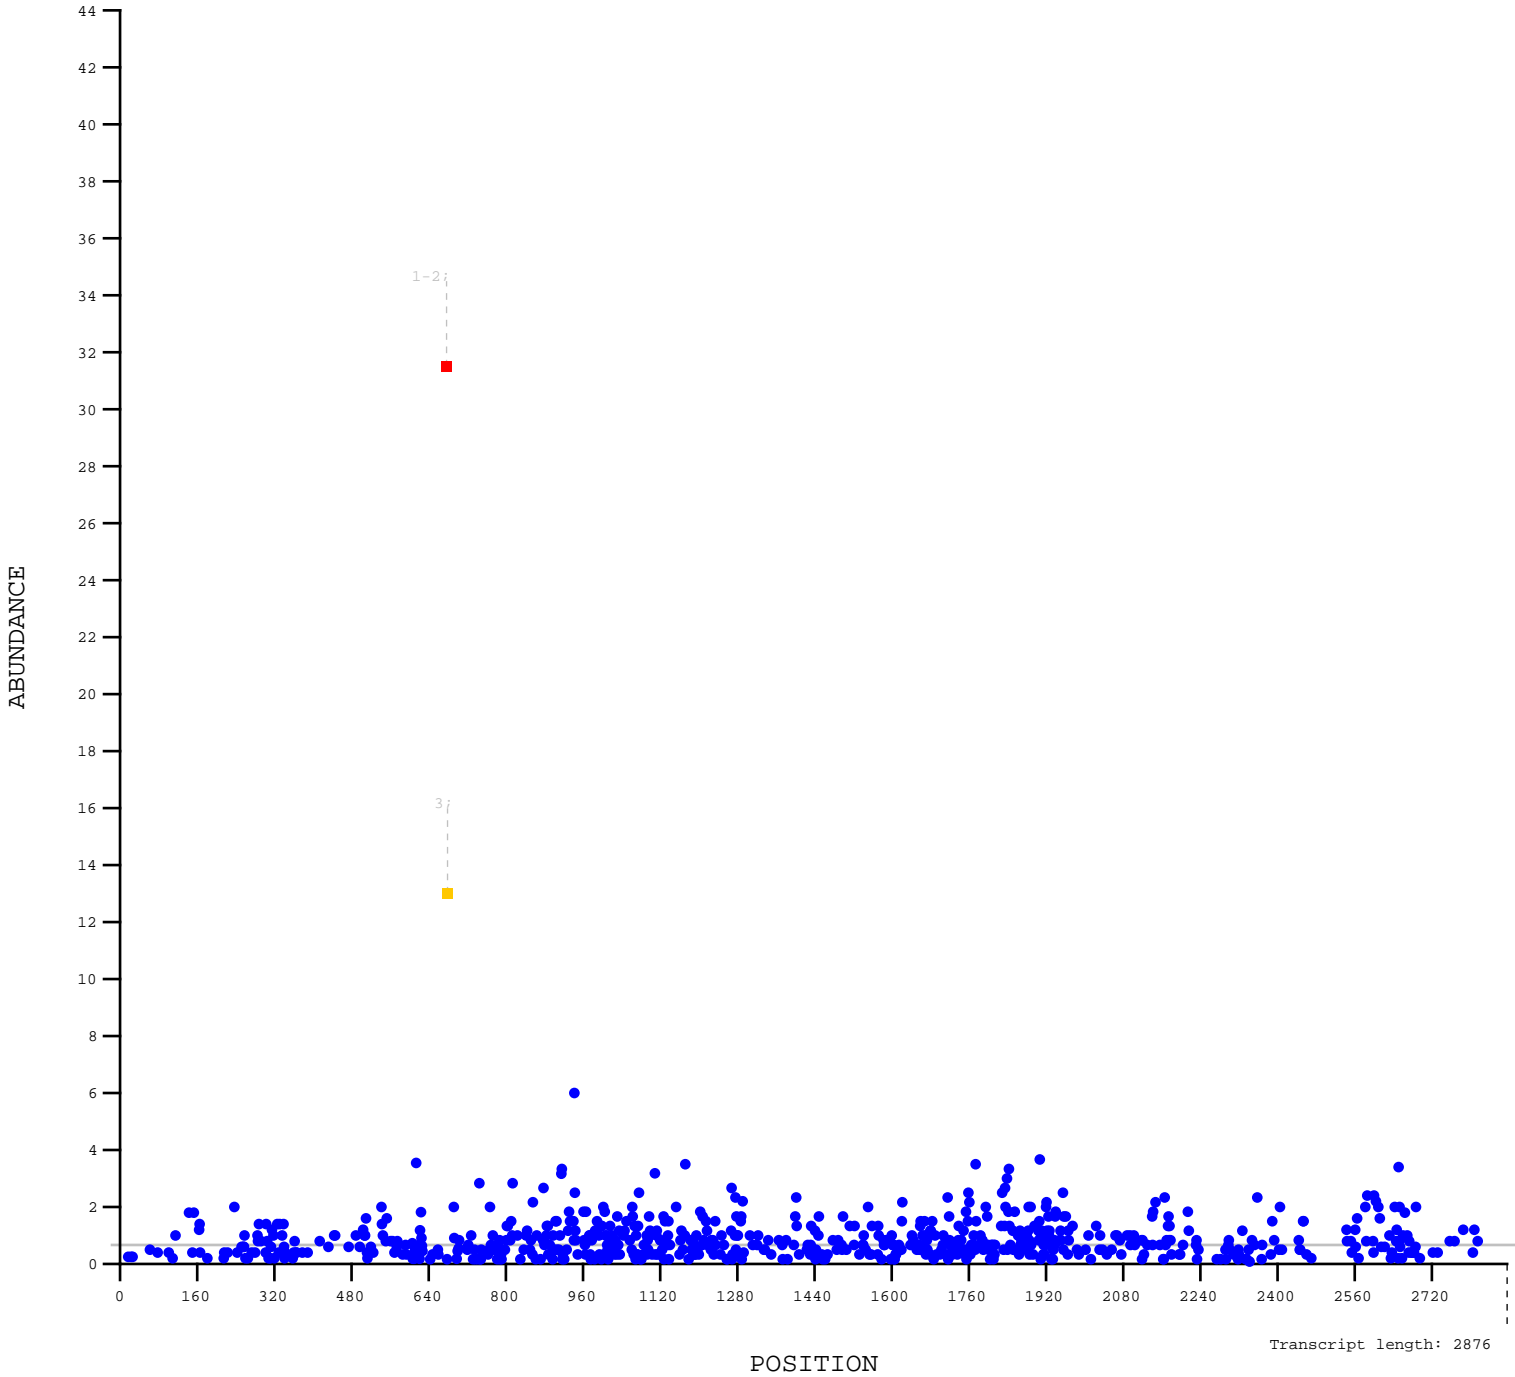

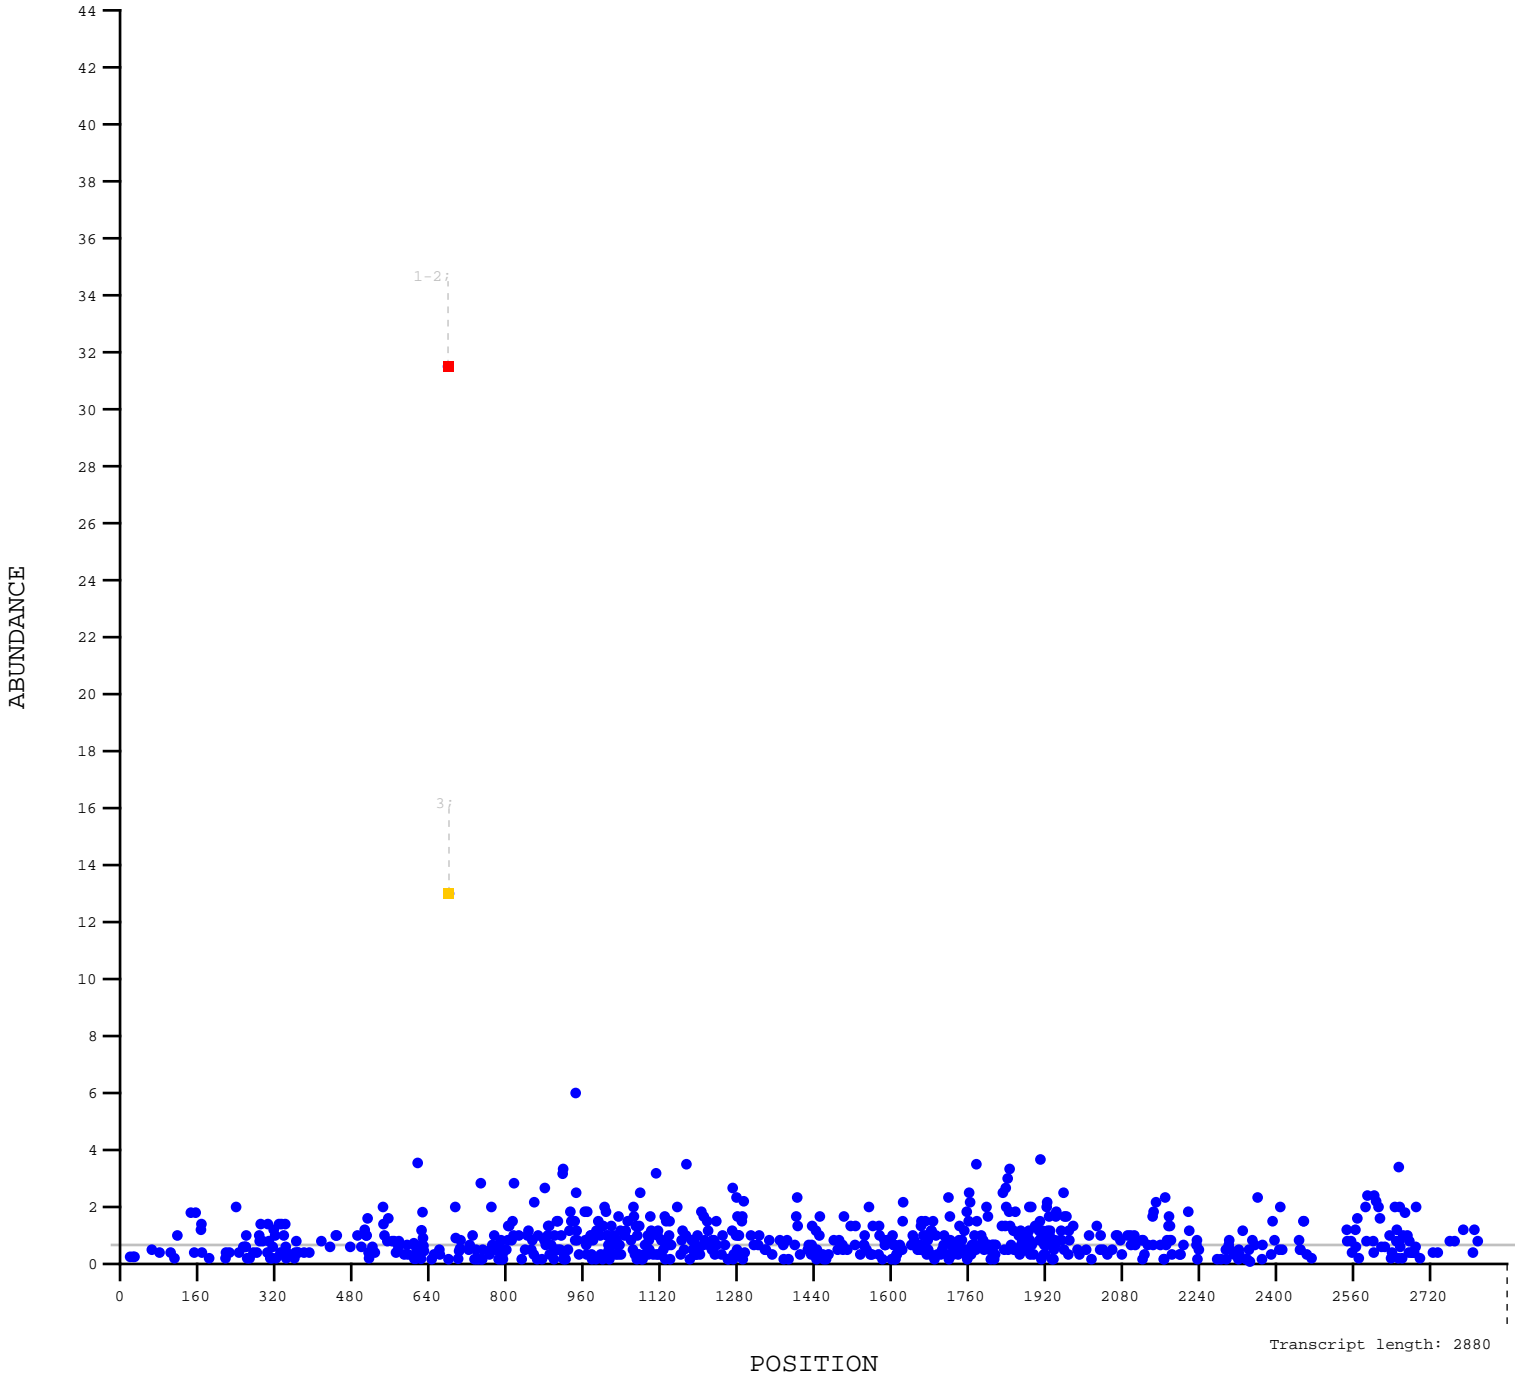

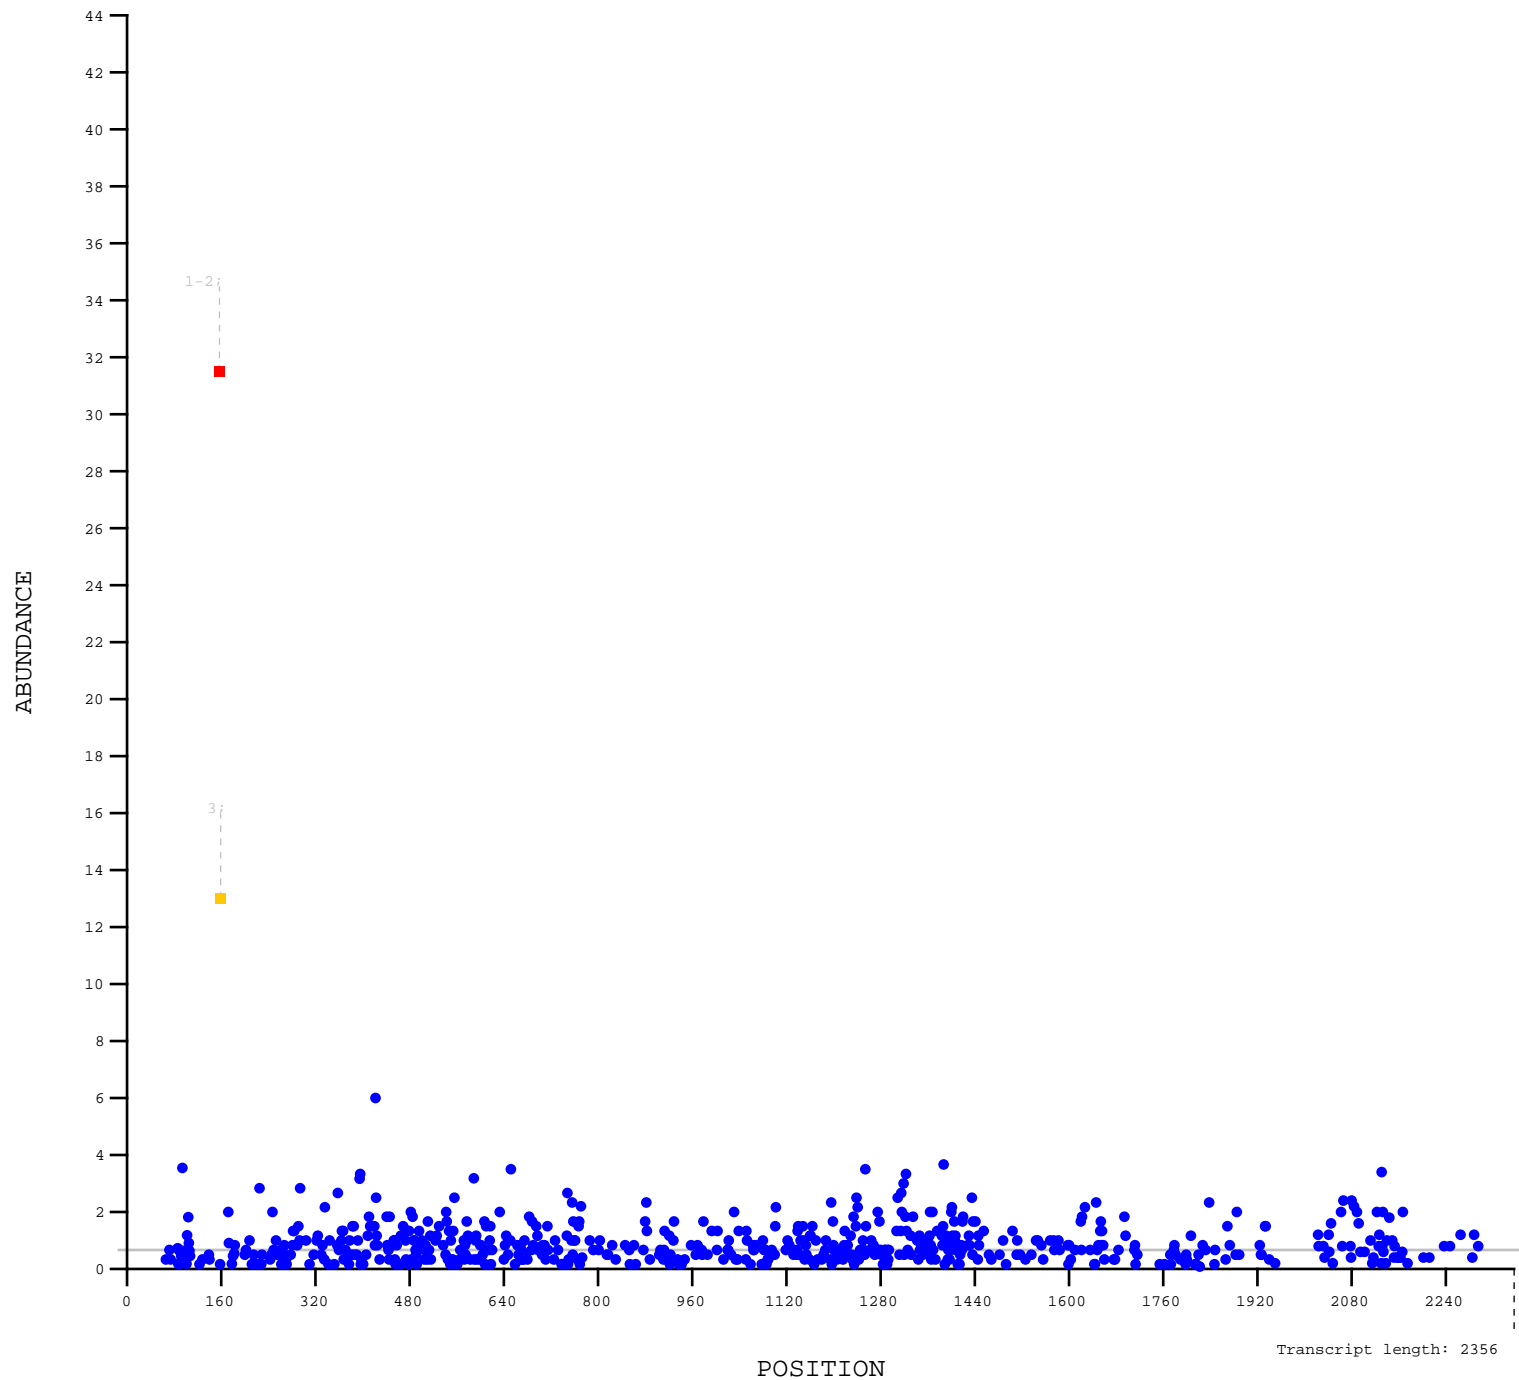Category: ■ 0 ■ 1 ■ 2 ■ 3 ■ 4Degradome alignment: ● Median: —

How the deposited data were processed for this re-analysis (not part of the article)

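Small RNA was sequenced from the pulp of MT and WT fruit at 170 DAF, with 2 libraries per genotype, and a degradome library was made from RNA of both genotypes mixed. The authors removed low-quality reads and adaptors and deposited, for each library, a count for every distinct clean read sequence together with its length in nt. These counts are not aligned, filtered for structural RNA or normalized. Library totals were 34248996 and 31898997 reads in MT, 30815849 and 23377054 reads in WT and 33690279 reads in the degradome. The smallest RPM that 3 reads can show was between 0.088 and 0.128 in the small RNA libraries.

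From these counts, a miRNA was measured as the tags identical to its mature sequence in Tables S1 and S2, and RPM as the count normalized to the total clean reads of the library. Miscounting is possible where members of one family differ by 1 or 2 bases, where csi-miR482 and csi-miRN01 share a sequence, and where another locus yields the same tag. MT was compared with WT by edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, library size equal to all clean reads, no TMM factor), for features with at least 10 counts in at least 2 libraries. A feature was called at |log2(MT/WT)| of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. PHAS genes were tested in the same way on the summed counts of their phasiRNA sequences in Table S6, and tags of 20 to 24 nt with at least 100 counts in at least 2 libraries were tested one by one. Length shares were compared with an exact permutation test. Degradome tags were matched to the sites of Table S3 from the cut opposite miRNA bases 10 and 11 onward. Precursors were folded with RNAfold 2.7.2, and scripts ran in Python 3.11.15.

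Alternatives were counting tags of the same length with up to 2 mismatches, counting precursor-matching tags of 18 to 25 nt within 2 nt of the mature ends, TMM normalization, DESeq2 1.42.0 with its size factors, no filter on low counts, the replicate number as a block, leaving out each replicate, no minimum fold change, and the paper's NOISeq criterion (probability over 0.8, an RPM of 0 set to 0.01). NOISeq was not installed and was recoded from the paper's description. Applied to the paper's own RPM, the recoded criterion gave the paper's call for 84 of 101 miRNAs, known and csi-miRN, with a reported probability. The median absolute difference from the paper's probability was 0.244. As the paper calls only 24 miRNAs, most of this agreement can come from miRNAs that neither calls. The recoded criterion thus stands in for NOISeq only approximately, and its numbers of calls are not those of NOISeq.

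The scripts were tested on simulated data. With 200 of 28516 tags changed by 2 on the log2 scale, the edgeR fit recovered 195 with 3 false calls, and with 30 of 117 miRNAs changed it recovered 30 with 1 false call. All simulated features shared the same dispersion, so this recovery need not carry over to the real counts. In the real data the main fit called none of the 28516 tags (smallest adjusted p = 0.102 from edgeR). The mismatch rule assigned 378 of 378 altered sequences to the closest listed ones. The recoded NOISeq criterion recovered 156 of 200 features changed 4-fold and called 0 of 800 unchanged ones.

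The miRNAs named in the text are those of Figure 2 and Tables 2 and 3, those named in the Results, and the 5 others with the largest change among those called that changed the same way in all 4 pairs of an MT and a WT library, of which only 4 existed. Target genes are those of Tables 2 and 3. PHAS genes are those of the Results text and the 5 with the largest change among those called, of which only 2 existed; since the text names products, the genes that Table S7 pairs with csi-miR3950, csi-miR393h, csi-miR167a and csi-miR1515 were taken. Up to 5 called tags in each direction were to be named, and none was called in the main edgeR fit. This rule, the tests and the alternatives were set before the processed files arrived. Mapping to the genome, chromosome positions, GO enrichment and the qRT-PCR time courses were not analysed here.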

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

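Among tags of 20 to 24 nt, which the paper reports only through its miRNA and phasiRNA lists, 47 had at least 100 counts in both WT libraries and at most 5 in both MT libraries, and 54 had the reverse. They were flagged because a signal appears in reads that the paper did not discuss. The thresholds were chosen after seeing the data. The tags confined to WT summed to 14838 and 16500 counts in WT against 15 and 36 in MT, and those confined to MT to 10285 and 27656 counts in MT against 50 and 11 in WT. In the main edgeR fit over 28516 tags none was called in either direction, the smallest adjusted p being 0.102, so none of these tags passes the correction in that fit. DESeq2 called 111 of the 28516 tags up and 2565 down in MT (smallest adjusted p = 3.5e-29 from DESeq2). How many of the tags confined to one genotype are among those is not given here.

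Depth was weighed first: scaled to the smallest library, the median count of these tags was 164, far above the floor. The tags had been chosen for at least 100 counts in both libraries of one genotype, so a value near the floor was not possible. This check therefore adds nothing to the choice of the tags. Its prediction was made only after the counts were seen. A sequence variant of a locus present in both genotypes is a candidate explanation: with a prediction written before the share was computed, 70.3% of the tags had a tag of the same length within 2 mismatches and at least 10 counts in both libraries of the other genotype. That share was 38.6% among 101 tags drawn from those with at least 10 counts in all 4 libraries. The tags confined to one genotype mostly overlap one another (84.2% on the same strand), so they come from few loci. These shares are therefore no fair comparison, and the sequence variant stays a candidate only. A double-stranded source was tested with a prediction also written after the tags were seen. Of the tags confined to one genotype, 12.9% overlapped another of them on the opposite strand by at least 16 nt. This held for 0 of the 101 drawn tags. The opposite-strand share was 23.4% among tags confined to WT and 3.7% among those confined to MT. But 84.2% overlapped another on the same strand, so the tags come from few loci and the drawn tags are no fair comparison. A double-stranded source can therefore neither be excluded nor favoured by this test. Without a genome, reads from another organism, such as a virus of the trees, could not be excluded either, and whether the tags follow the mutation or the sampled trees cannot be separated with 2 libraries per genotype.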

How the results depend on the processing

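The number of csi-miRN miRNAs down in MT, the detection counts and the cleavage sites with tags at the cut stayed within 1.5 times the main value under every alternative, apart from the control position, where 103 of 237 sites had tags. The match over 14 nt equals the main rule because the listed sites end there. The number of miRNAs called was unstable. Known miRNAs up in MT went from 6 to 0 with up to 2 mismatches, 10 with precursor-matching tags, 0 with TMM normalization, 1 with DESeq2, 0 without the filter on low counts, 13 with the replicate number as a block and 2 under the recoded NOISeq criterion, and from 2 to 11 across the 4 fits that each left out one replicate. Known miRNAs down in MT went from 1 to 0 with up to 2 mismatches, 3 with precursor-matching tags, 0 with TMM normalization, 0 without the filter, 3 with the block and 0 under the NOISeq criterion, and from 0 to 2 across the leave-one-out fits. Without a minimum fold change, csi-miRN miRNAs up in MT went from 0 to 1. All known miRNAs called in the main fit had adjusted p-values just under the threshold, so a small change of normalization or of the number of tests may add or remove them, as the 0 calls with TMM normalization show. In the pairing check of the block, libraries with the same number had a correlation of -0.008 across miRNAs, 0.05 across PHAS genes and 0.18 across tags, so the miRNAs show no pairing and the tags a weak positive one. miRNAs, genes and tags are not independent replicates, and whether the numbers pair the libraries stays open.

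csi-miR156k changed sign with TMM normalization (-0.13) and DESeq2 (-0.088), each smaller than its standard error. csi-miR159 fell below the threshold with up to 2 mismatches (1.16), with TMM normalization (0.97) and without the filter (1.23, where more features are tested), and ran from 1.13 to 1.32 across the leave-one-out fits, of which 3 lost the call (edgeR adjusted p = 0.193 without MT replicate 1, 0.072 without WT replicate 1 and 0.081 without WT replicate 2). csi-miR166d passed the threshold with the replicate block (1.60) and ran from 0.038 to 2.72 across the leave-one-out fits, since its signal sits in MT replicate 1. Counting each tag once reversed the 24 nt difference to -0.74 and the 21 nt difference to 0.18 percentage points. For 24 nt the reversal rested on WT replicate 2, with 50.4% of its unique tags. Tags read once then weigh as much as abundant ones, but their part in the reversal was not tested.

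PHAS genes higher in MT went from 1 to 0 with TMM normalization, 0 with DESeq2, 0 with the replicate block and 32 without a minimum fold change, and from 0 to 3 across the leave-one-out fits. PHAS genes lower in MT went from 1 to 2 with TMM normalization, 2 with DESeq2, 0 with the block and 5 without a minimum fold change, and from 0 to 2 across the leave-one-out fits. All 170 genes pass the count filter, so dropping it changes nothing by design. Unique tags up and down in MT were 0 and 0 in every edgeR fit, the replicate block included, and 111 and 2565 with DESeq2. Of the 2565, 94.2% were 21 or 22 nt long.

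Among the named items, TMM normalization reversed csi-miR172b-5p (-0.027), csi-miR5227 (-0.108), csi-miRN07 (-0.18), csi-miRN13 (-0.10), csi-miRN18 (-0.087), csi-miR472 (-0.012) and the phasiRNAs of Cs1g09660 (-0.064). DESeq2 reversed csi-miR5227 (-0.070), csi-miRN07 (-0.14), csi-miRN13 (-0.056), csi-miRN18 (-0.042) and Cs1g09660 (-0.090). Precursor-matching tags reversed csi-miR5227 (-0.038) and csi-miRN07 (-0.15), and up to 2 mismatches reversed csi-miR3950 (0.15). The leave-one-out fits ran from -0.69 to 0.23 for csi-miR172h-5p, from -0.034 to 0.197 for csi-miRN07, from -0.036 to 0.38 for csi-miRN13, from -0.103 to 0.509 for csi-miRN18, from -0.38 to 0.021 for csi-miR482b, from -0.72 to 0.0077 for csi-miR482c, from -2.19 to 0.600 for orange1.1t00748, from -0.017 to 0.597 for Cs1g09575 and from -0.0057 to 0.25 for Cs1g09660. In all, 24 rows of named items outside the main results reversed, 91 became weaker and 27 stronger, and 376 did not change.

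The alternatives that need a genome (precursor positions and the share of tags matching the genome) were not run because no reference was given. With 2 libraries per genotype, no exact test of a single value can reach p under 0.333. The depth also limits the calls of csi-miR171a and csi-miR6295, whose WT means of 0.086 and 0.091 RPM lie below the RPM of 3 reads in the WT libraries (0.097 and 0.128), so the size of their change is poorly determined. The same holds for csi-miR393a-3p, with 0.058 RPM in MT replicate 1, below the RPM of 3 reads there (0.088).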

Differences from the paper's values

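The edgeR fit called 6 known miRNAs up in MT, against the paper's 12. Precursor-matching tags (10), the replicate block (13), the fit without MT replicate 2 (11) and no minimum fold change (8) came within 1.5 times the paper's number, and the other alternatives set before the files arrived did not. For known miRNAs down in MT the number was 1, against the paper's 4; precursor-matching tags (3) and the replicate block (3) closed the gap and the others did not. No csi-miRN miRNA was up (0, against the paper's 5) or down (0, against the paper's 3), and none of the alternatives closed either gap. Exact tags of 21 csi-miRN miRNAs were in both replicates of both genotypes, against the paper's 12, a comparison for which no alternative was listed.

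For miRNAs of Figure 2, log2(MT/WT) by exact tags was 0.13 for csi-miR156k against the paper's -10.70, 1.54 for csi-miR166u against the paper's 10.57, 0.23 for csi-miR172b-5p against the paper's -8.16, -0.28 for csi-miR172h-5p against the paper's -7.92, 0.15 for csi-miR5227 against the paper's 9.29, 0.45 for csi-miR5298b against the paper's 9.39, 0.079 for csi-miRN07 against the paper's 10.56, 0.43 for csi-miRN08 against the paper's 9.76, 0.34 for csi-miRN10 against the paper's 7.95, 0.71 for csi-miRN12 against the paper's 12.41, 0.16 for csi-miRN13 against the paper's 11.98, 0.17 for csi-miRN18 against the paper's -11.87, -0.52 for csi-miRN20 against the paper's -9.32 and -0.64 for csi-miRN21 against the paper's -8.36. None of the alternatives set before the files arrived closed these gaps. The log2(MT/WT) of csi-miR166d was 1.94 against the paper's 1.10. Precursor-matching tags (1.13), TMM normalization (1.69), DESeq2 (1.73) and the fit without WT replicate 1 (1.62) came within their standard error of the paper's value. The recoded NOISeq criterion has no standard error, and its 1.91 was close to the main value. The replicate block (1.60) was nearer to the paper's value than TMM normalization, but its standard error was smaller (0.44). The block and the other alternatives did not come within their standard error. The mean RPM of csi-miR156k in MT was 18.1 against the paper's 0.01, that of csi-miRN21 in MT was 1.48 against the paper's 0.01, and that of csi-miR166d in WT was 0.59 against the paper's 1.45. No alternative RPM was computed for these values, but alternative counts were. Precursor-matching tags of csi-miR166d numbered 33 and 42 in WT, against the paper's counts of 34 and 42, which closes that gap. In MT such tags numbered 2421 and 2968 for csi-miR156k and 67 and 67 for csi-miRN21, where the paper gives 0.01 RPM. Those of csi-miR156k include the tags of csi-miR156a, whose sequence is csi-miR156k without its first base. Exact tags of csi-miR156a numbered 1272 and 1594 in MT, against 592 and 603 for csi-miR156k.

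The paper places csi-miRN03 well above every known miRNA in abundance. By exact tags it had 1482 RPM in WT, below csi-miR168a with 1698 RPM, and in MT it had 2069 RPM against 2048 RPM. The paper's own RPM of csi-miRN03 are 2135.88 in MT and 1532.68 in WT, below its 2151.12 and 1780.01 for csi-miR168a. The difference is thus from the paper's wording and not from its values. The paper describes csi-miR156k as lower in MT, and by exact tags it had 18.1 RPM in MT and 16.5 RPM in WT.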

Other observations

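The miRNAs to which the paper gives 0 in one genotype have exact tags in all 4 libraries. Limited depth gives no account of this, since the lowest of these counts was 14; that prediction was written after the counts were seen. Another candidate explanation is that the paper's counting gave the reads to other members of a family. For the miR156 family the ratio of the paper's counts to the tags within 2 mismatches was 1.01 times as high in MT as in WT. The prediction, made before the ratio was computed, was met, but csi-miR156k is only 1.1% of the family's counts in WT and the ratio ran from 0.95 to 1.20 between libraries. Losing its reads would not have moved the ratio out of the range set, so the test cannot tell, and the origin of the 0 values stays open.

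csi-miRN13, which Table S2 has in MT only, and csi-miRN18, which it has in WT only, come from the same precursor, where their sequences start at bases 215 and 214. The paper's RPM summed over both has a log2(MT/WT) of 0.12, and exact tags of both are in all 4 libraries. A candidate explanation is that 1 locus was recorded under a different mature end in each genotype. This prediction was written after the counts were seen.

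csi-miR166d was 6.5 times as high in MT replicate 1 as in MT replicate 2. The other 5 listed miR166 members had a median ratio of 1.04, so a rise of the whole family in that library gives no account of it. Of these members csi-miR166u went the same way, with a ratio of 2.02, and the rest lay between 0.94 and 1.10. The prediction was made after the counts were seen, and no biological explanation was tested.

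More miRNAs were up than down in MT in the main fit. Library composition and library size were tested with predictions made before the fits. The number up minus the number down was 0 with TMM normalization and 0 after subsampling every library to the smallest. Nothing was called in either fit, so the calls cannot tell. By direction alone, log2(MT/WT) was above 0 for 75 and below 0 for 36 after subsampling (median 0.23). In the main fit these numbers were 78 and 39 (median 0.24). The excess by direction thus stayed at equal library size. The main fit already accounts for library size, and subsampling leaves the expected RPM of each library unchanged. This outcome was therefore fixed in advance and cannot tell whether library size is the source. With TMM normalization 55 were above 0 and 62 below, but TMM centres the log ratios, so library composition stays open.

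Degradome tags might start at any position of an expressed transcript. At the control position 5 nt upstream, 43.5% of the sites had tags, against all sites at the cut. Many of the sites with control tags are csi-miR5021 repeats that share the same 424 tag counts there. Others are csi-miR3950 sites that share the same 21. The share therefore counts a few sequences many times and is no background rate over independent sites. The sites were chosen by the authors from the same library, so the share at the cut was fixed in advance, and the control values were seen before the prediction was written.

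In Table S7, the source column gives WT for the genes with phasiRNA numbers only under MT, and MT for those with numbers only under WT, in all 17 rows of a single genotype.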
